# Hippocampal Transcriptomic Profiles: Subfield Vulnerability to Age and Cognitive Impairment

**DOI:** 10.3389/fnagi.2017.00383

**Published:** 2017-12-08

**Authors:** Lara Ianov, Matt De Both, Monica K. Chawla, Asha Rani, Andrew J. Kennedy, Ignazio Piras, Jeremy J. Day, Ashley Siniard, Ashok Kumar, J. David Sweatt, Carol A. Barnes, Matthew J. Huentelman, Thomas C. Foster

**Keywords:** aging, hippocampus, cognitive function, transcription, gene expression, Illumina HiSeq, Ion proton

## Abstract

The current study employed next-generation RNA sequencing to examine gene expression differences related to brain aging, cognitive decline, and hippocampal subfields. Young and aged rats were trained on a spatial episodic memory task. Hippocampal regions CA1, CA3, and the dentate gyrus were isolated. Poly-A mRNA was examined using two different sequencing platforms, Illumina, and Ion Proton. The Illumina platform was used to generate seed lists of genes that were statistically differentially expressed across regions, ages, or in association with cognitive function. The gene lists were then retested using the data from the Ion Proton platform. The results indicate hippocampal subfield differences in gene expression and point to regional differences in vulnerability to aging. Aging was associated with increased expression of immune response-related genes, particularly in the dentate gyrus. For the memory task, impaired performance of aged animals was linked to the regulation of Ca^2+^ and synaptic function in region CA1. Finally, we provide a transcriptomic characterization of the three subfields regardless of age or cognitive status, highlighting and confirming a correspondence between cytoarchitectural boundaries and molecular profiling.

## Introduction

Regional variation in brain aging may explain differential susceptibility to impairment in specific cognitive domains over the course of aging. Deficits in hippocampal-dependent episodic memory emerges in middle-age, and the degree or propensity for impairment increases with advancing age in humans and animal models (Uttl and Graf, 1993; Ronnlund et al., 2005; Cansino, 2009; Foster, 2012). There has been a notable increase in recent efforts to accurately identify boundaries that define distinct hippocampal subfields in humans (Yushkevich et al., 2015; Wisse et al., 2016; Berron et al., 2017) and to link behavioral impairments in older individuals to subfield-specific hippocampal volume or activity changes (Mueller and Weiner, 2009; Yassa et al., 2011; Daugherty et al., 2016). Computational approaches, as well as research from brain damaged humans and animal models, suggest that the different subfields of the hippocampus (CA1, CA3, and dentate gyrus-DG) contribute to various aspects of episodic memory (Rolls and Kesner, 2006; Goodrich-Hunsaker et al., 2008; Maass et al., 2014; Wang and Diana, 2016). This includes pattern separation and completion mechanisms, rapid acquisition, and retention across different time scales. In addition, each region may employ different mechanisms to modulate the strength of their synaptic communication to alter connectivity during the formation of episodic memories. Furthermore, the three regions exhibit differential vulnerability to the aging process (Jackson et al., 2009; Wang et al., 2009; Zeier et al., 2011; Chapman et al., 2012). To address the complexity of the molecular mechanisms linked to age-related changes in hippocampal-dependent cognition, it is necessary to consider the variability in region-specific responses to aging and memory mechanisms.

The current study investigated changes in gene expression within each of the three hippocampal regions in relation to both aging and to cognitive decline in aging. Previous work suggests that brain aging is associated with altered genes and proteins linked to biological processes for cell maintenance and repair, reactions to oxidative stress, neuroinflammation, and neuron-specific signaling, including cell excitability and synaptic plasticity (Blalock et al., 2003; Lu et al., 2004; Fraser et al., 2005; Wang et al., 2009; Burger, 2010; Zeier et al., 2011; Cribbs et al., 2012; Haberman et al., 2013; Masser et al., 2014). It is unclear; however, which biomarkers may represent causative factors for cognitive decline, compensation to maintain cognitive function, or epiphenomenon associated with the aging process (Gray and Barnes, 2015). For example, studies that examine gene expression soon after behavioral testing indicate a decrease in expression of neural activity-related genes; however, it is unclear if altered expression represents the cause of the age-related deficit, or whether the genes are not expressed because learning did not occur (Rowe et al., 2007; Penner et al., 2011; Chawla et al., 2013). Similarly, brain aging can be characterized by an increase in molecular markers of oxidative stress and neuroinflammation (Foster, 2006; Droge and Schipper, 2007; Craft et al., 2012) and it is unclear whether such changes represent precursors to cognitive decline, age-related factors independent of cognition, neuroprotective elements in cognitively unimpaired individuals, or compensation due to changes in afferent connections.

Next-generation sequencing technology is a powerful tool for examining complex processes by monitoring the parallel expression of tens of thousands of genes. Along with the advantage of examining large numbers of transcripts, comes the necessity for validation of the differentially expressed genes. Normally this would occur using a different technique, such as qRT-PCR. We have taken advantage of two different next-generation platforms to confirm differential expression. Our study was designed to increase experimental robustness by utilizing two different laboratories to perform the behavioral characterization of the animals and by using two different next-generation sequencing chemistries on the same RNA samples to minimize false positives and negatives in a staged discovery/validation approach. In this case, transcriptome analysis of the same tissue was performed using Illumina fluorescent labeling and Ion Proton semiconductor measures of proton release during sequencing-by-synthesis. Each technology has pros and cons (Jessri and Farah, 2014); however, previous reports indicate a good concordance in the accuracy of expression profiling between the different platforms (Kusko et al., 2014; Li et al., 2015; Reuter et al., 2015). This study was designed to lead to a high probability of independent validation in other laboratories.

## Methods

### Animals

Procedures involving animal subjects have been reviewed and approved by the Institutional Animal Care and Use Committee at the University of Arizona (AZ) and University of Florida (FL) and were in accordance with guidelines established by the U.S. Public Health Service Policy on Humane Care and Use of Laboratory. Male Fischer 344 rats of two ages, young (5–6 months, total *n* = 10; *n* = 5 AZ, *n* = 5 FL) and aged (17–22 months, total *n* = 24; *n* = 11 AZ, *n* = 13 FL) were obtained from National Institute on Aging's colonies (Taconic, FL; Charles River, AZ). Animals were maintained on a 12:12 h light/dark schedule, and provided *ad libitum* access to food and water. Animal characterization was performed at two sites—University of Arizona and University of Florida—and the resulting data were combined and analyzed as a single cohort.

### Morris water maze

Procedures for the water maze have previously been published (Foster et al., 1991; Bean et al., 2015). Animals were trained in a tank, 1.7 m (FL), 1.8 m (AZ) in diameter, positioned in room that provided cues for the animals. Water (27 ± 2°C) was maintained at a level approximately 8 cm below the surface of the tank. For cue and spatial tasks, training consisted of five blocks with three trials per block and training on each task was massed into a single day. Inter-trial intervals were 20 s and inter-block intervals were ~15 min. Rats remained on the platform between trials and in home cages under the heat lamp after each block. Behavioral data were acquired with either Noldus EthoVision computer tracking software (Noldus Information Technology, (Leesburg, VA) in FL or AnyMaze (Wood Dale, IL) in AZ and included path-length and time in the goal and opposite quadrants.

Rats were first trained on the cue discrimination version of the water escape task. The escape platform was extended approximately 1 cm above the water level and its location was signaled by a visual cue. For each trial, the platform position and start location were randomized. If an animal did not escape the water maze within 60 s, the rat was gently guided to the platform. Three days following cue training, animals were trained on the spatial discrimination task. For spatial discrimination, the escape platform was hidden approximately 1.5 cm beneath the water level and remained in the same location relative to the distal cues in the room for the duration of the initial spatial training. Fifteen minutes following the end of training on block 5, a free-swim probe trial was administered as a measure of learning. For the probe trial, the platform was removed and the animal placed in the tank for 60 s. A spatial discrimination index was computed according to the formula (G − O)/(G + O) where G and O represent the percent of time spent in the goal quadrant and quadrant opposite the goal, respectively.

### Statistical analysis of behavior

The mean distance to find the platform during the first training block was used as a baseline for the water maze cue and spatial tasks and the mean percent change from the baseline was calculated for each subsequent block. Repeated measures analyses of variance (ANOVAs) were used to examine age and training effects over blocks of trials. One-way ANOVAs were used to examine age effects for the water maze probe trial discrimination index. Fisher's protected least significant difference comparisons, with the *p*-value set at 0.05, were used as *post hoc* tests to localize differences. Pearson's correlations were calculated between the distance measures for the last block of cue and spatial discrimination trials in order to determine if differences in sensory-motor function or procedural learning contributed to spatial learning. Correlations were limited to within each age group.

### Tissue collection

Two weeks following water maze testing, rats were briefly anesthetized using isoflurane (Piramal Healthcare) and then quickly decapitated. The brains were rapidly removed, briefly rinsed in sterile saline, and the hippocampus was dissected out using a microspatula, razor blade, and surgical scissors. Methods for dissection of hippocampal subfields was adapted from previous work, which enabled isolation of CA1, CA3, and the dentate gyrus (DG) along the rostral and ventral hippocampus (Lein et al., 2004; Zeier et al., 2011). The hippocampus was placed ventral side up on a microdissection tray on ice, the hippocampal fissure was identified, and the dentate gyrus (DG) was dissected free of the CA and subicular fields by gently teasing it away along the hippocampal fissure. Further dissection along the margin of the free blade produced a block consisting of subiculum/cortex, CA1 and most of CA3. The subiculum was separated from CA regions, which was then further cut into CA1 and CA3 subfields. The tissues (CA1, CA3, and DG) were quickly frozen in liquid nitrogen then stored at −80°C. The tissue for one hippocampus from each animal was used for RNA isolation. Due to the dissection along the length of the hippocampus, other subfields including region CA2 and the subiculum were not isolated.

### RNA isolation

The tissue was sent to University of Alabama at Birmingham for RNA isolation. Total RNA was extracted (Qiagen, miRNeasy #217004), DNase-treated (Qiagen), and quality was assessed (Bioanalyzer, Agilent), which indicated a RNA integrity of 8.83 ± 0.04 (mean ± standard error) for the cohort.

### Ion proton sequencing and analysis

Sequencing and analysis by using Ion Proton was performed at the University of Florida. Poly-A selection for the Ion Proton sequencer was performed with 250 ng of total RNA using the Dynabeads mRNA DIRECT Micro kit (Thermo Fisher, catalog number 61021) followed by library preparations with the Ion Total RNA-seq Kit v2 (Thermo Fisher, catalog number 4475936) with the addition of the Ion Xpress barcodes for multiplex sequencing (Thermo Fisher, catalog number 4475485). In brief, poly-A selection was performed by the base pairing of the poly-A tail of mRNA to the oligo (dT)_25_ sequence of the magnetic Dynabeads. Further, the mRNA was enzymatically fragmented by RNAse III, purified, ligated to the Ion adaptor mix, and reverse transcribed. The cDNA was uniquely barcoded per biological replicate and amplified with 16 cycles of PCR. The concentration of the libraries was quantified by the Qubit dsDNA HS Assay (Thermo Fisher, catalog number Q32851), and size distribution was evaluated with the High Sensitivity D1000 ScreenTape in the 2200 Tapestation system (Agilent Technologies).

Template preparation was performed in the Ion Chef system and sequencing was completed in the Ion Proton (Thermo Fisher). Low quality reads were removed from the FASTQ files resulting in reads containing an average length of 134 bp. The Ion Proton data were aligned to the *rattus norvegicus* (rn5) genome using the two step alignment method with TopHat2 and Bowtie2 in the Partek Flow servers (Partek, Inc.). Aligned reads were summarized as gene-level counts (featureCounts 1.4.4). The FASTQ files from the Ion Proton have been submitted to NCBI's Gene Expression Omnibus (GEO) under the accession number: GSE97608.

### Illumina HiSeq sequencing and analysis

Sequencing and analysis by using Illumina HiSeq was performed at the Translational Genomics Research Institute, Arizona. Sequencing libraries were prepared with 250 ng of total RNA using Illumina's Truseq RNA Sample Preparation Kit v2 (Illumina, Inc.) following the manufacturer's protocol. In brief, poly-A containing mRNA molecules were purified using poly-T oligo attached magnetic beads. The mRNA was then thermally fragmented and converted to double-stranded cDNA. The cDNA fragments were end-repaired, a single “A” nucleotide was incorporated, sequencing adapters were ligated, and fragments were enriched with 15 cycles of PCR. Final PCR-enriched fragments were validated on a 2200 TapeStation (Agilent Technologies) and quantitated via qPCR using Kapa's Library Quantification Kit (Kapa Biosystems) on the QuantStudio 6 Flex Instrument (ThermoFisher). The final library was sequenced by 50 bp paired-end sequencing on a HiSeq 2500 (Illumina). Illumina BCL files were converted and demultiplexed (bcl2fastq 2.17). FASTQ files were trimmed of adapter sequences (CutAdapt 1.8.3) and aligned to rn5 (STAR 2.5). Aligned reads were summarized as gene-level counts (featureCounts 1.4.4). Sequencing and quality control reports were generated (FastQC 0.11.4 and Qualimap 2.1.3). The FASTQ files from the Illumina platform have been separately submitted to GEO under the accession number: GSE101798.

### Analysis

For poly-A mRNA gene expression sequenced by Illumina and Ion Proton, pairwise differential expression analysis was conducted with the R package *DESeq2* (1.10.1) to identify transcriptional changes due to age, cognitive performance, or subfield. For the transcriptional changes due to age and cognitive performance, a significant cut-off was set at *p* < 0.01. The resulting data sets for each region represent seed lists of differentially expressed genes. Validation of expression was performed using poly-A mRNA sequenced on the Ion Proton. For Ion Proton mRNA, a significance cut-off was set at *p* < 0.05 for one tailed-tests, with the tail specified by the direction of fold change (FC) determined by the Illumina seed list. Thus, the adjusted *p*-value for the combined tests was *p* < 0.0005. The following formula was used to calculate the false discovery rate (FDR) = (number of genes identified by Illumina ^*^ 0.0005/the number genes from this list identified by Ion Proton). Heat maps were generated in R with “gplots” (3.0.1) and “ComplexHeatmap” (1.14.0) using counts which were standardized to *z*-scores from genes validated with the Ion Proton, and the box plots were generated with “ggplot2” (2.2.1).

To be labeled subfield-specific in CA1, CA3, or DG, gene counts had to be significantly different (Benjamini-Hochberg adj- *p* < 0.05) from both of the other two subfields with a concordant direction of fold change and validated by Ion Proton sequencing at the same significance threshold. Finally, pathway analysis was conducted with the ToppGene web portal against KEGG, PantherDB, and Reactome databases. An additional analysis was conducted using DAVID (version 6.8), considering Gene Ontology for biological processes and cellular components in the “Direct” and “FAT” categories with the Benjamini FDR set at *p* < 0.05 as a cut-off for cluster selection.

## Results

### Behavior

#### Cue discrimination

A repeated measures ANOVA indicated an effect of training [*F*_(4, 128)_ = 5.81, *p* < 0.0005] and age [*F*_(1, 32)_ = 11.57, *p* < 0.005], and an interaction [*F*_(4, 128)_ = 2.46, *p* < 0.05] (Figure 1A). Despite the age difference, all animals were able to locate the platform by the end of training and an ANOVA in each age group confirmed decreased path length with training (*p* < 0.05). *Post hoc* analysis indicated that young rats exhibited a rapid rate of learning observed as a decrease in escape path length for blocks 2–5 relative to block 1. For aged animals, learning was slower, such that escape path length decreased on blocks 4–5 relative to blocks 2–3.

**Figure 1:**
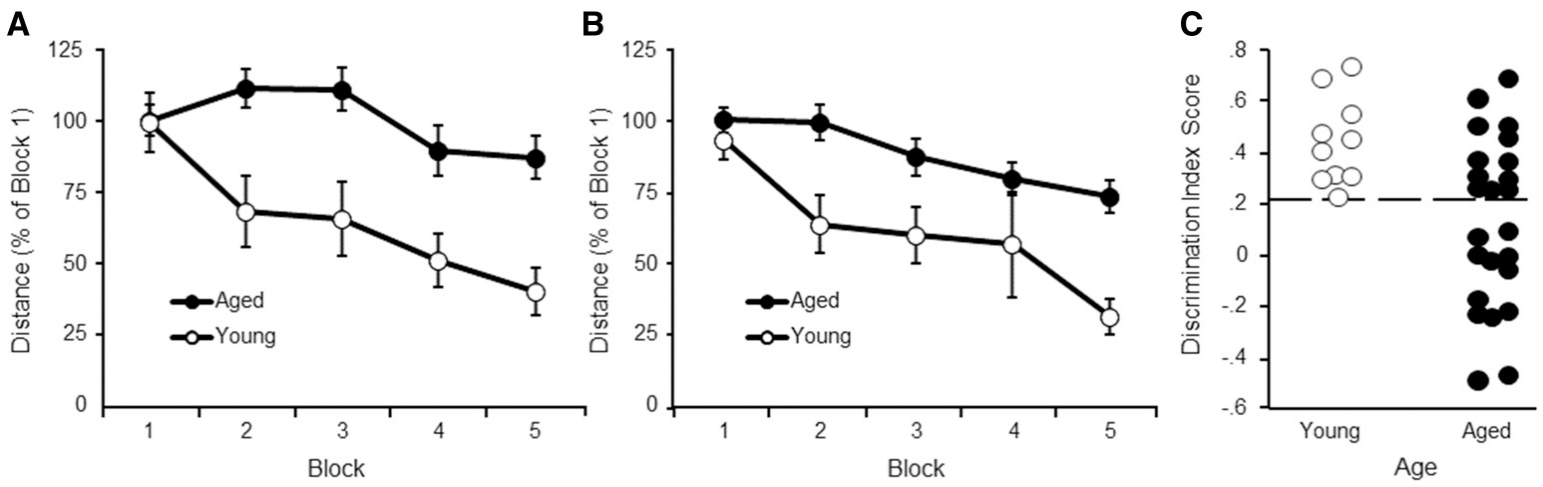
Performance on the water maze task. Symbols indicate the mean (±SEM) escape path length to the escape platform during 5 training blocks on the **(A)** cue and **(B)** spatial discrimination tasks for young (open symbols) and aged (filled symbols) animals. **(C)** Acquisition of a spatial search strategy. Individual discrimination index scores for young (open symbols) and aged (filled symbols) animals. The dashed line indicates the cut-off for behavioral classification of aged-impaired (AI) and aged-unimpaired (AU) animals.

#### Spatial discrimination

A repeated measures ANOVA on performance in the spatial task indicated an effect of training [*F*_(4, 128)_ = 11.28, *p* < 0.0001] and age [*F*_(1, 32)_ = 16.81, *p* < 0.001], in the absence of an interaction (Figure 1B). An ANOVA in each age group confirmed decreased path length with training (*p* < 0.005), indicating that both groups exhibited improved performance with training. *Post hoc* analysis indicated that young rats exhibited a rapid rate of learning observed as a decrease in escape path length for blocks 2–5 relative to block 1. For aged animals, learning was observed as a decrease in escape path length for blocks 4–5 relative to blocks 1–2.

Regression analysis performed within each age group indicated no relationship between performance on the cue task (block 5 distance) and the spatial task (block 5 distance) (young: *r* = 0.43, *p* = 0.22; aged: *r* = 0.078, *p* = 0.72). The results indicate that age differences in sensory-motor function or acquisition of the procedural aspects of the task did not mediate impairments in acquisition of a spatial search strategy.

#### Probe trial discrimination index (DI) scores

An ANOVA on the discrimination index scores using age and testing site as factors indicated an age difference [*F*_(1, 30)_ = 8.41, *p* < 0.01] in the absence of a training site difference or interaction (Figure 1C). As expected, from the age range of 17–22 months in this strain of rat, there was considerable variability for aged animals, with some animals performing as well as young.

The observed lowest DI score for young animals was 0.24. This value was used as cut-off to classify aged animals as aged-impaired (AI) (DI < 0.24) or aged-unimpaired (AU; DI > 0.24). A repeated measures ANOVA was computed comparing AI and AU groups for the cue task. No group difference was observed for distance to escape to the platform on the cue task (*p* = 0.82). Thus, the difference for the DI scores is not likely due to sensory-motor function or learning the procedural aspects of the task.

### Gene expression across regions: comparison of illumina and ion proton technologies

#### Sequence quality metrics

We sequenced a total of 17.1 and 18.9 million reads per sample, the total mapping rate was 94.1 and 96.8%, with exonic mapping 63.8 and 58.0%, intronic 15.2 and 13.1% and the percentage of intergenic reads was 21.0 and 28.9% on the Illumina and Ion Proton platforms, respectively.

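The values deposited with the study are from the Ion Proton libraries and cover 102 libraries, 1 each from CA1, CA3 and DG of 34 rats: 10 young, 12 AU and 12 AI. The authors counted poly-A mRNA reads on each gene with featureCounts and deposited the counts divided by 1 DESeq2 size factor per library, so that each value is a normalized count. Divided by the smallest step of its library, 100% of the values were whole numbers, and size factors recomputed from these recovered reads differed from the deposited scaling by at most 7.44e-15 of their size. Recovered reads on genes ranged from 4478984 to 21467303 per library, with a median of 9755402. The median number of recovered reads in young, AU and AI rats was 13389945, 9573090.5 and 10688123 in CA1, 10812074, 9758916 and 9358377 in CA3, and 9741515, 8651197.5 and 10747594.5 in DG. Of the 26689 genes in the table, 24491 had a value above 0 in at least 1 library. The table holds no Illumina values, so all values given here are from the Ion Proton libraries alone.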

The correlation of number of counts for the common genes is shown in Figure S1. We conducted pairwise differential expression analysis between the three subfields regardless of age or cognitive status. 

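Expression in the 3 subfields was compared with limma, which fits a linear model to each gene and moderates its variance with an intensity trend, on log2(normalized count + 1). Subfield was the single factor over the 102 libraries, the test was two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 16374 genes with a mean of at least 5 normalized counts. The rat identifiers fall into 2 series, one beginning with R9 (16 rats) and the other with R1 or R2 (18 rats), each with 5 young rats. The numbers of young and aged rats in the series are those given for the 2 testing sites, but the labels do not name the site. Each library was scored for markers of CA1 (9 genes), CA3 and CA2 (12 genes) and DG (11 genes), as the mean of log2 values centered over the libraries. In 82 libraries the score of the library's own subfield was the highest. Of the 20 other libraries, 19 were among the 48 of the R9 series and 1 was among the 54 of the R1-R2 series, and 14 were CA3 libraries of the R9 series, which has 16 CA3 libraries. The CA1 marker score of CA1 minus the mean of CA3 and DG of the same rat was 0.876 ± 0.618 (SD, n = 16 rats) in the R9 series and 1.74 ± 0.376 (SD, n = 18) in the R1-R2 series (two-sided permutation test, p = 2e-05). For the CA3 markers this difference was 0.0129 ± 0.502 and 0.508 ± 0.249, with 11 of 16 and 18 of 18 rats above 0 (permutation test, p = 0.00017). For the DG markers it was 0.927 ± 0.987 and 1.73 ± 0.437 (permutation test, p = 0.00167).

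**Figure D1:**
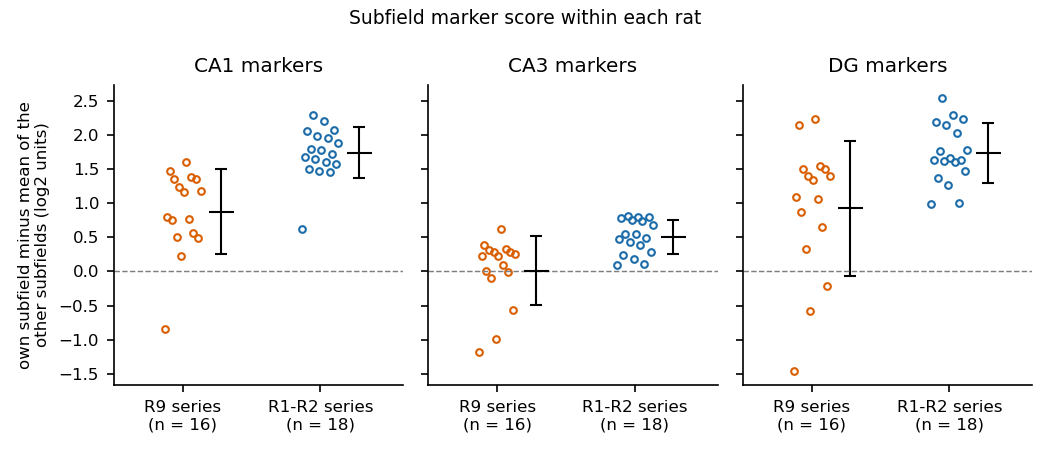
Marker score of each subfield within each rat, as the own subfield minus the mean of the other subfields (y axis, log2 units), for rats of the R9 series (n = 16) and the R1-R2 series (n = 18). Each point is 1 rat and each bar is the mean of a series; the mean for the CA3 markers is 0.0129 in the R9 series and 0.508 in the R1-R2 series.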

For each pairwise comparison, we retained the differentially expressed genes (DEGs) that were statistically significant with both platforms (adj-*p* < 0.05) and concordant for FC direction. A summary of the number of genes detected in all the pairwise comparisons in both platforms is reported in Table 1. 

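With adjusted p under 0.05, 2463 genes differed between CA1 and CA3 (1193 higher and 1270 lower in CA1), 4671 between CA1 and DG (2381 higher and 2290 lower in CA1), and 4729 between CA3 and DG (2500 higher and 2229 lower in CA3). The alternative that moved these counts most was a fit of each identifier series alone: the R9 series gave 814, 5953 and 4473 genes, and the R1-R2 series gave 3563, 2341 and 3629. Of the genes past the threshold over all rats, 2050 of 2449 had the same direction in both series for CA1 against CA3, 4609 of 4659 for CA1 against DG and 4222 of 4710 for CA3 against DG. These genes were selected on both series together, which favors a shared direction. Over 16227 genes without that selection, the log2 FCs of the 2 series had correlations across genes of -0.0088, 0.545 and 0.203. Among the genes past the threshold in each series alone, 133 of 326 changed in opposite directions for CA1 against CA3, 2 of 1318 for CA1 against DG and 241 of 1189 for CA3 against DG. The 3 libraries of a rat were compared for pairing by correlating their deviations from the group means, and the mean correlation within rats was 0.0626 for CA1 with CA3 (permutation test, p = 0.0227), 0.103 for CA1 with DG (p = 0.00046) and 0.0078 for CA3 with DG (p = 0.415). With rat as a replicate block, 2730, 5200 and 5223 genes were past the threshold, of which 2409, 4632 and 4687 were also past it without the block.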

A total of 24 DEGs were discordant for FC between the two platforms in the 3 comparisons (specifically: 5 for CA1 vs. CA3, 14 for CA1 vs. DG and 5 for CA3 vs. DG). 

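Tables S1 to S3, as available here, list 1998 genes for each comparison, of which 1921, 1933 and 1940 had a mean of at least 5 normalized counts for CA1 against CA3, CA1 against DG and CA3 against DG. Of these, 1650, 1710 and 1703 were past adjusted p of 0.05 in the direction of the paper's fold change. DESeq2 on the recovered reads, with the beta prior that was the default of the version the authors used, gave 3031, 5474 and 5465 genes with adjusted p under 0.05 among the 16374 tested. The genes with the smallest adjusted p for CA1 against CA3 were, higher in CA1, Bcl11b (log2 FC 1.30, SE 0.11, adjusted p = 2.3e-16), Zfhx4 (1.38) and Dgki (0.92), and, higher in CA3, Tmem35 (-0.92), Slit2 (-1.21) and Kcnq5 (-1.45, with -0.32, not past the threshold, in the R9 series and -2.45 in the R1-R2 series). For CA1 against DG they were Ptpru, Cpne8 (1.83) and Synj2 (0.77), higher in CA1, and Syn2 (-0.92), Cdk14 (-0.81) and Cst6 (-1.81), higher in DG. For CA3 against DG they included Rhbdl3 (1.03) and Sel1l3 (0.83), higher in CA3, and Trpc6 (-1.84), Fam84a (-0.91) and Sema5a (-1.70), higher in DG.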

Finally, the significant genes showing concordant FC in both platforms were: 2,379 (CA1 vs. CA3), 4,352 (CA1 vs. DG), and 4,642 (CA3 vs. DG). The complete results of the differential analysis for the genes detected with both platforms are reported in Tables S1–S3, and the overlap is represented in the proportional Venn diagram in Figure 2A.

**Table 1:** Number of genes that were statistically significant (adj-*p* < 0.05) and detected in both platforms.

**Test**	**Illumina**		**Ion Proton**		**Cross-Platform Comparison**		
	**Total Genes Detected**	**adj-*p* < 0.05**	**Total Genes Detected**	**adj-*p* < 0.05**	**Mutual Found**	**adj-*p* < 0.05**	**adj-*p* < 0.05 and FC Concordant**
*CA1* vs. *CA3*	18,987	5,722	19,506	3,062	18,263	2,384	2,379
*CA1* vs. *DG*	19,427	8,675	19,506	5,515	18,436	4,366	4,352
*CA3* vs. *DG*	19,870	8,903	19,972	5,589	18,929	4,647	4,642

*Total Genes Detected are the number of genes detected that were not filtered out by DESeq2 and for which an adj-p-value was computed*.

**Figure 2:**
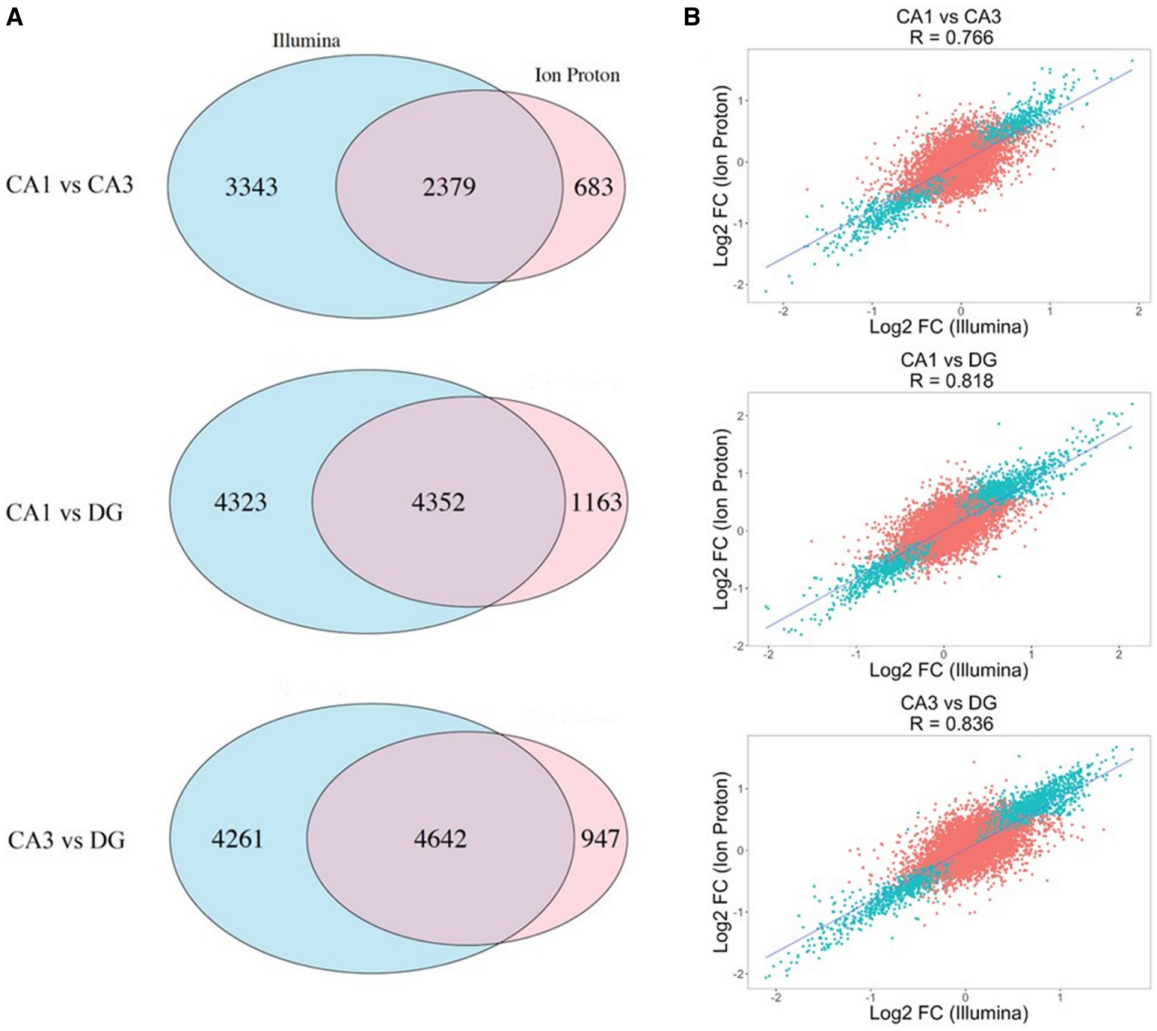
Differential expression across the Illumina and Ion Proton platforms. **(A)** Proportional Venn diagrams showing the concordance for genes that were significant after *p*-value adjustment for the Illumina and Ion Proton in each pairwise comparison indicated (CA1 vs. CA3; CA1 vs. DG; CA3 vs. DG). For example, total number of significant genes for CA1 vs. CA3 were 5722 and 3062 for Illumina and Ion Proton, respectively, with an overlap of 2379. **(B)** Scatterplot of the fold changes for all detected genes across both platforms. Blue points are the genes differentially expressed in Illumina and Ion Proton (adj-*p* < 0.05).

We computed the correlation coefficient for the Log2 FC between the two platforms in each pairwise comparison for all detected genes. The Pearson coefficients demonstrated a strong positive correlation for all of the comparisons (*p* < 2.2e-16), ranging from *R* = 0.776 (CA1 vs. CA3) to R = 0.836 (CA3 vs. DG). 

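Over the listed genes in the fit, the log2 FC from the deposited Ion Proton values and the paper's Illumina log2 FC had a Pearson r of 0.956 for CA1 against CA3 (1921 genes), 0.961 for CA1 against DG (1933 genes) and 0.958 for CA3 against DG (1940 genes). These correlations are across genes, which are not independent replicates, and cover only genes that the paper retained for a concordant direction. With each identifier series on its own, r was 0.598, 0.898 and 0.724 in the R9 series and 0.906, 0.936 and 0.873 in the R1-R2 series. The same correlation was computed for the within-rat differences of each rat, and its mean over rats was 0.522 ± 0.314 (SD, n = 34), 0.629 ± 0.229 and 0.579 ± 0.255. For CA1 against CA3 the mean was 0.276 ± 0.288 (SD, n = 16) in the R9 series, with 4 rats below 0, and 0.742 ± 0.0986 (SD, n = 18) in the R1-R2 series, with 0 rats below 0.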

In Figure 2B, we illustrate the corresponding scatterplots from these comparisons with the blue points indicating genes that were significantly differentially expressed across both platforms (adj-*p* < 0.05).

### Gene expression across regions: subfield specific transcriptome profiling

We looked for subfield specific transcriptomic signatures for genes that met the criteria of significantly differentially expressed on both platforms and concordant for fold change across platforms. We detected a total of 908 (CA1), 1,063 (CA3), and 2,431 (DG) specific genes. 

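Genes past adjusted p of 0.05 against both other subfields, with the same direction, numbered 1023 in CA1, 1067 in CA3 and 2496 in DG from the Ion Proton values alone. The numbers in the R9 series alone were 383 for CA1, 336 for CA3 and 3055 for DG, and in the R1-R2 series alone they were 894, 1858 and 1132. Of the genes of Table S4, 742 of 908 (81.7%) met the rule for CA1 in the listed direction, as did 840 of 1063 (79.0%) of Table S5 for CA3 and 1614 of 1998 (80.8%) of the part of Table S6 available here for DG, and 0 met it in the opposite direction. These lists were selected in part on these same values. With DESeq2 on the recovered reads the shares were 96.3%, 95.7% and 97.8%, and in the R9 series alone they were 14.4%, 11.9% and 48.5%, and in the R1-R2 series alone 58.5%, 72.1% and 43.3%.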

The results for all three regions are reported in Tables S4–S6. The heatmap including the specific genes for each region is reported in Figure S2.

In the CA1 region, 898 of the DEGs were protein coding, whereas the remaining 10 were pseudogenes or processed transcripts. 

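Of the genes past the threshold for CA1 against both other subfields, 434 (42.4%) were higher and 589 were lower in CA1. The share that was higher lay between 41.7% after TMM rescaling and 46.4% with DESeq2 on the recovered reads of all genes when all rats were used. It was 56.7% in the R9 series alone and 44.6% in the R1-R2 series alone.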

A total of 359 genes (39.5%) were overexpressed and 549 (60.5%) underexpressed with respect to the CA3 and DG regions. 

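Wfs1 (ENSRNOG00000005108) lies on chromosome 14 from 78035205 to 78059718 of GRCr8, a later assembly than the one used for alignment. Its normalized count was 5941 ± 2579 in CA1, 1725 ± 1115 in CA3 and 1622 ± 1506 in DG (SD, n = 34 rats), a log2 FC of 1.92 (SE 0.22) against CA3 and 2.21 (SE 0.22) against DG with adjusted p of 5.2e-11 and 2.9e-14 from limma. Nov (ENSRNOG00000008697; chromosome 7 from 87983788 to 87990810) had 1789 ± 726 normalized counts in CA1, 757 ± 517 in CA3 and 359 ± 257 in DG, with log2 FCs of 1.35 (adjusted p = 9.9e-08) and 2.42 (adjusted p = 1.9e-18). Its log2 FC against CA3 was 0.41 in the R9 series and 2.19 in the R1-R2 series. Ndst4 (ENSRNOG00000009577; chromosome 2 from 216461542 to 216794035) had 239.6 ± 138, 71.8 ± 86.9 and 45.5 ± 29.7 normalized counts in CA1, CA3 and DG, with log2 FCs of 2.27 (adjusted p = 7.7e-09) and 2.28 (adjusted p = 2.0e-09). Against CA3 it was 0.68 in the R9 series and 3.68 in the R1-R2 series. Gpr161 (ENSRNOG00000003073; chromosome 13 from 80111271 to 80156517) had 576 ± 197, 241 ± 148 and 113 ± 77.4 normalized counts, with log2 FCs of 1.36 (adjusted p = 1.5e-07) and 2.56 (adjusted p = 3.4e-19), and its log2 FC against CA3 was 0.81 in the R9 series and 1.85 in the R1-R2 series. Each of the 4 genes was above the CA3 median in 33 of 34 CA1 libraries. Adjusted p against CA3 in the R9 series alone was no longer under 0.05 for Nov, Ndst4 and Gpr161.

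**Figure D2:**
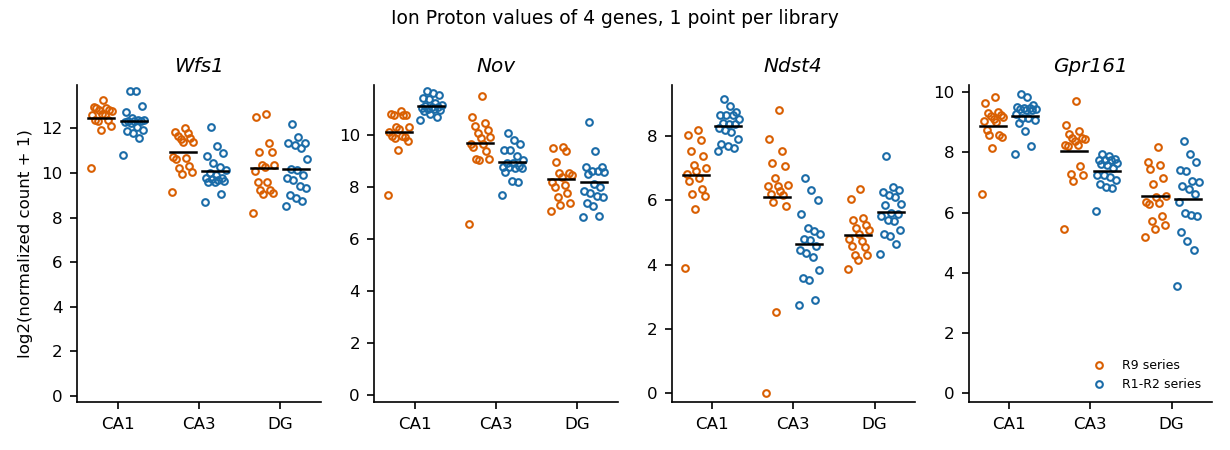
Normalized counts of Wfs1, Nov, Ndst4 and Gpr161 (y axis, log2(normalized count + 1)) in CA1, CA3 and DG. Each point is 1 library, colored by identifier series, and bars are series means; the CA1 and CA3 points of Ndst4 lie closer in the R9 series (log2 FC 0.68) than in the R1-R2 series (3.68).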

The boxplots for all of the specific genes are illustrated in Figure S3, and in Figure S4 we show the Allen Brain Atlas data from mouse for *Wfs1, Nov, Ndst4*, and *Gpr161*. The first 5 genes ranked by absolute average fold change were: *Vgll3, Mx1, Gnrhr* (underexpressed), and *Wnt3, Ackr2* (overexpressed). 

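The first gene, Vgll3 (ENSRNOG00000028774), had 4.25 ± 4.03 normalized counts in CA1, 41.7 ± 47.5 in CA3 and 35.7 ± 37.6 in DG (SD, n = 34), with log2 FCs of -2.49 against CA3 (SE 0.39, adjusted p = 6.2e-07) and -2.47 against DG (adjusted p = 3.0e-07). Its count was 0 in 8 libraries. Mx1 (ENSRNOG00000001959) had 25.4 ± 13.0, 151 ± 97.6 and 81.4 ± 50.0 normalized counts, with log2 FCs of -2.24 (adjusted p = 4.1e-11) and -1.52 (adjusted p = 1.1e-06). Gnrhr (ENSRNOG00000002011) had 4.33 ± 5.07, 21.8 ± 17.3 and 23.7 ± 10.7, with log2 FCs of -2.11 (adjusted p = 1.1e-07) and -2.67 (adjusted p = 1.4e-11). Against CA3, the log2 FC of Gnrhr was -0.48 in the R9 series and -3.56 in the R1-R2 series. Ackr2 (ENSRNOG00000019472) had 56.5 ± 28.6, 17.7 ± 14.8 and 15.0 ± 10.7, with log2 FCs of 1.75 (adjusted p = 2.8e-06) and 1.80 (adjusted p = 6.2e-07). Fitted alone, the R9 series left Vgll3, Gnrhr and Ackr2 not past the threshold against CA3.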

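The CA1 list of Table S7 for this KEGG term has 19 genes in the fit. Their median log2 FC was -0.46 against CA3, below all of 10000 random lists of the same size matched on mean normalized count, with 6 genes higher and 10 lower in CA1 at adjusted p under 0.05. Against DG the median was -0.72, also below all random lists, with 6 genes higher and 12 lower. The random lists had median log2 FCs of -0.0055 and 0.0117. The genes were listed by the paper for differing in CA1 on these values, so a median away from 0 follows in part from their selection.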

Pathway analysis conducted with ToppGene using genes with average FC > |0.50| (*n* = 379) reveals one significant pathway after Bonferroni correction (KEGG: neuroactive ligand-receptor interaction; adj-p = 7.40E-04) that included 20 genes (Table S7). The enrichment analysis conducted with DAVID did not identify any significant results after Benjamini correction.

In the CA3 region a total of 1,051 of the differentially expressed genes were protein coding, whereas the remaining 12 were processed transcripts or pseudogenes. 

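Among genes past the threshold for CA3 against both other subfields, 475 (44.5%) were higher and 592 were lower in CA3. The alternatives placed this share on either side of 50%: it was 41.3% after TMM rescaling, 50.8% with edgeR on the recovered reads and 54.4% with DESeq2 on the recovered reads. In the R1-R2 series alone it was 58.0%, and in the R9 series alone it was 37.2%.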

A total of 551 genes (51.8%) were overexpressed, whereas 512 were underexpressed (48.2%) with respect to the CA1 and DG (Table S5). 

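Col6a6 (ENSRNOG00000023007; chromosome 8 from 115196833 to 115352161 of GRCr8) had 16.2 ± 9.09 normalized counts in CA1, 23.6 ± 25.2 in CA3 and 21.9 ± 8.23 in DG (SD, n = 34 rats). The log2 FC of CA1 against CA3 was -0.54 (SE 0.27, adjusted p = 0.181) and that of CA3 against DG was -0.22 (SE 0.27, adjusted p = 0.572), neither past the threshold. For CA3 against DG the direction changed with the setting: the log2 FC was 0.09 with edgeR or DESeq2 on the recovered reads, 0.46 in the R9 series alone and -0.83 in the R1-R2 series alone. Nnat (ENSRNOG00000024923; chromosome 3 from 166646373 to 166648845) had 2451 ± 963, 7144 ± 3199 and 3875 ± 2047 normalized counts in CA1, CA3 and DG. Its log2 FC was -1.46 for CA1 against CA3 (SE 0.17, adjusted p = 5.4e-11), with 34 of 34 CA1 libraries below the CA3 median, and 0.87 for CA3 against DG (SE 0.17, adjusted p = 1.9e-05), with 30 of 34 CA3 libraries above the DG median.

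**Figure D3:**
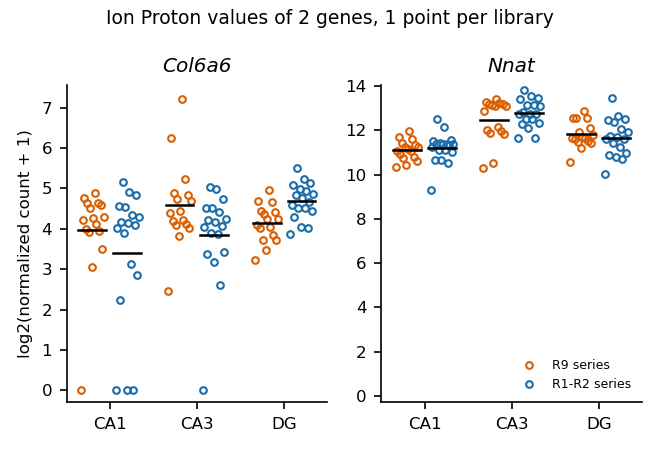
Normalized counts of Col6a6 and Nnat (y axis, log2(normalized count + 1)) in CA1, CA3 and DG. Each point is 1 library, colored by identifier series, and bars are series means; Nnat is highest in CA3 in both series, and Col6a6 in CA3 is above DG in the R9 series (log2 FC 0.46) and below it in the R1-R2 series (-0.83).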

The boxplots for all of the specific genes are illustrated in Figure S5, and in Figure S6 we show the Allen Brain Atlas data from mouse for *Col6a6* and *Nnat*. The first 5 genes ranked by absolute average fold change were *Lnp1, RGD1562638, Plk5* (underexpressed), and *Mmp3, Mx1* (overexpressed). 

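In CA3, Lnp1 (ENSRNOG00000039649) had 11.0 ± 13.7 normalized counts, against 32.0 ± 22.9 in CA1 and 83.6 ± 42.9 in DG (SD, n = 34), with log2 FCs of 2.02 for CA1 against CA3 (adjusted p = 1.2e-06) and -3.56 for CA3 against DG (adjusted p = 4.2e-16). The first of these was 0.53 in the R9 series and 3.33 in the R1-R2 series. RGD1562638 (ENSRNOG00000022181) had 9.62 ± 13.5, 2.95 ± 2.98 and 20.5 ± 9.39 normalized counts in CA1, CA3 and DG, with log2 FCs of 1.30 (adjusted p = 9.5e-05) and -2.69 (adjusted p = 7.4e-15) for the same comparisons. Plk5 (ENSRNOG00000034102) had a log2 FC of 1.9 for CA1 against CA3 (SE 0.39, adjusted p = 0.000140). Adjusted p for CA1 against CA3 was not under 0.05 in the R9 series alone for Lnp1, RGD1562638 or Plk5. Mmp3 (ENSRNOG00000032626), whose mean was under 5 and which was tested without the filter on low values, had 0.173 ± 0.394, 2.38 ± 3.04 and 0.276 ± 0.593 normalized counts and was at 0 in 68 of 102 libraries, with log2 FCs of -1.08 (adjusted p = 7.8e-06) and 1.01 (adjusted p = 1.4e-05). Mx1 had a log2 FC of 0.73 for CA3 against DG (adjusted p = 0.0232), with 0.44 in the R9 series, where it was not past the threshold, and 0.98 in the R1-R2 series.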

Pathway and enrichment analysis conducted using genes with average FC > |0.50| (*n* = 535) revealed 11 significant pathways after Bonferroni correction. 

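For the 16 genes of the KEGG calcium signaling list of Table S7 in the fit, the median log2 FC of CA3 was 0.10 against CA1 and -0.03 against DG. The sign of these medians changed with the setting: against CA1 it was negative with a mean of at least 20 (-0.42) and in the R9 (-0.07) and R1-R2 (-0.05) series alone, and against DG it was positive with edgeR and DESeq2 on the recovered reads (up to 0.06) and in the R1-R2 series alone (0.03). Against CA1, 7 of these genes were higher and 8 were lower in CA3 at adjusted p under 0.05, and against DG 5 were higher and 8 were lower. For the 12 genes of the REACTOME potassium channel list, 4 were higher and 6 were lower in CA3 than in CA1, and 3 were higher and 8 were lower than in DG. The 17 genes of the neuroactive ligand-receptor list for CA3 had medians of 0.64 against CA1 and 0.75 against DG, with 11 and 10 genes higher in CA3.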

Top results were: KEGG calcium signaling (adj-*p* = 4.27E-04; 17 genes) and REACTOME potassium channel (adj-*p* = 1.73E-03) (Table S7). The analysis conducted with DAVID allowed us to detect 3 significant GO biological processes after Benjamini correction: cilium movement, outer dynein arm, and potassium ion transmembrane transport (Table S7). 

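The 10 genes listed for cilium movement were all higher in CA3 than in CA1 and in DG at adjusted p under 0.05, with a median log2 FC of 1.15 and 1.59. The 4 genes listed for the outer dynein arm, which are also higher in both comparisons, had medians of 1.15 and 1.49. The medians of the cilium list were 2.49 and 3.08 in the R1-R2 series alone, and in the R9 series alone they had the opposite sign, -0.32 and -0.14. Those of the outer dynein arm list were 2.32 and 2.61 in the R1-R2 series alone, and -0.17 and 0.09 in the R9 series alone. Among the CA3 libraries, the mean of the cilium genes that are not themselves markers of ependymal cells rose with a score of ependymal markers, with Pearson r of 0.888 and Spearman rho of 0.906 (n = 34, permutation tests, p = 1e-05 for each, the smallest that 100000 permutations can give, and adjusted p = 3.25e-05 for r over 13 relations). Without the 2 libraries farthest from the median of the ependymal score, r was 0.928. It was 0.756 in the R9 series (n = 16) and 0.788 in the R1-R2 series (n = 18).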

The last process was also detected using ToppGene.

In the DG region 2,403 of the differentially expressed genes were protein coding, whereas the remaining 28 were pseudogenes, miRNA, processed transcripts or lincRNA. 975 genes (40.1%) were overexpressed and 1,456 underexpressed (59.9%) with respect to CA1 and CA3 regions (Table S6). 

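For DG against both other subfields, 1121 of the genes past the threshold (44.9%) were higher and 1375 were lower in DG. After TMM rescaling, which moves all genes of a library together, 1288 genes (50.9%) were higher and 1243 were lower, while the share that was higher was 41.6% with edgeR and 37.2% with DESeq2 on the recovered reads. It was 47.8% in the R9 series alone and 42.8% in the R1-R2 series alone.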

The first 5 genes ranked by absolute FC were: *Bhlhe23, Met, Abca12, RGD1562638*, and *Ptpru*. 

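Bhlhe23 (ENSRNOG00000010312) and Abca12 (ENSRNOG00000015248) had means under 5 and were tested without the filter on low values. Bhlhe23 had 1.05 ± 1.43 normalized counts in CA1, 2.44 ± 5.54 in CA3 and 5.94 ± 4.86 in DG (SD, n = 34), with log2 FCs of -1.66 for CA1 against DG (adjusted p = 2.5e-07) and -1.29 for CA3 against DG (adjusted p = 5.6e-05), and it was at 0 in 34 of 102 libraries. Met (ENSRNOG00000007079), which carries no symbol in the deposited table, had 313 ± 159, 138 ± 85.6 and 47.1 ± 43.5 normalized counts, with log2 FCs of 2.94 (SE 0.25, adjusted p = 6.6e-18) and 1.79 (SE 0.25, adjusted p = 6.4e-09). Abca12 had 7.94 ± 6.63, 3.39 ± 3.72 and 1.53 ± 2.33 normalized counts. Its log2 FC for CA1 against DG was 1.78 (adjusted p = 7.2e-07), and that for CA3 against DG was 0.68 (adjusted p = 0.0877). The latter passed the threshold with DESeq2 on the recovered reads of all genes (adjusted p = 0.0378). The alternatives with a filter on low values over all rats gave no value for Abca12. RGD1562638 was lower in CA1 than in DG, with a log2 FC of -1.39 (adjusted p = 1.5e-05). Ptpru (ENSRNOG00000013515) had 1657 ± 479, 1117 ± 444 and 383 ± 249.8 normalized counts, with log2 FCs of 2.34 (SE 0.17, adjusted p = 8.6e-21) and 1.74 (adjusted p = 1.0e-14), and all 34 CA1 and 34 CA3 libraries were above the DG median.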

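Pdyn (ENSRNOG00000026036; chromosome 3 from 137354161 to 137366503 of GRCr8), the gene that the paper also writes Pdin, had 746 ± 370.3 normalized counts in CA1, 295 ± 337 in CA3 and 1739 ± 640.5 in DG (SD, n = 34 rats), with log2 FCs of -1.31 for CA1 against DG (SE 0.27, adjusted p = 7.0e-05) and -3.13 for CA3 against DG (SE 0.27, adjusted p = 2.9e-17). The latter was -1.73 in the R9 series and -4.38 in the R1-R2 series. Plk5 (chromosome 7 from 9997453 to 10006959) had 215 ± 137, 94.4 ± 149.6 and 618 ± 307 normalized counts, with log2 FCs of -1.80 (adjusted p = 0.000165) and -3.70 (adjusted p = 2.7e-13). C1ql2 (ENSRNOG00000046863; chromosome 13 from 34023902 to 34025437) had 558 ± 368, 223 ± 259 and 1192 ± 643 normalized counts, with log2 FCs of -1.23 (adjusted p = 0.00129, not under 0.05 in the R9 series alone) and -3.01 (adjusted p = 9.2e-14). Dsp (ENSRNOG00000013928; chromosome 17 from 26829153 to 26877419) had 250.4 ± 118, 99.9 ± 109 and 507 ± 218 normalized counts, with log2 FCs of -1.04 (adjusted p = 0.000105) and -2.61 (adjusted p = 1.2e-17).

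**Figure D4:**
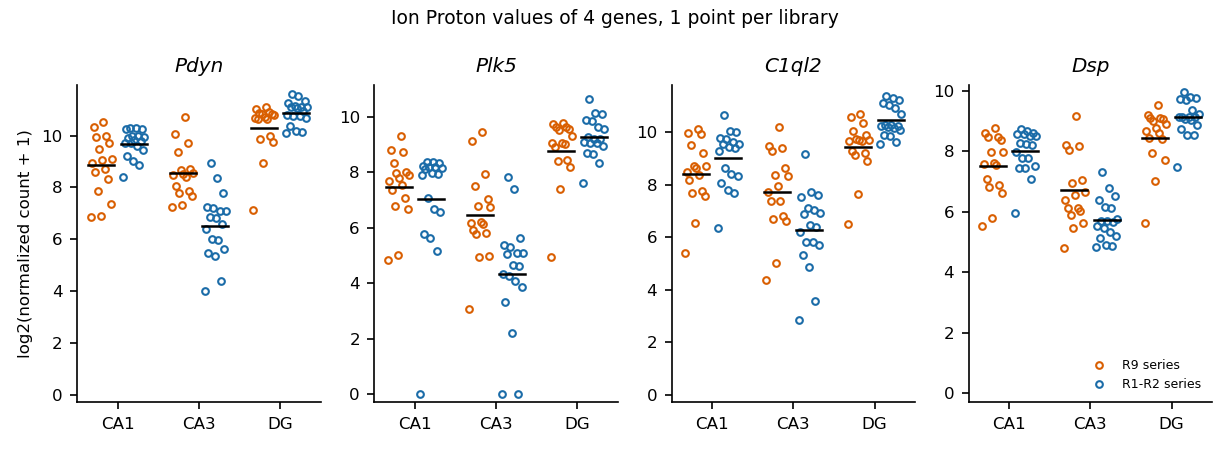
Normalized counts of Pdyn, Plk5, C1ql2 and Dsp (y axis, log2(normalized count + 1)) in CA1, CA3 and DG. Each point is 1 library, colored by identifier series, and bars are series means; the distance between CA3 and DG is smaller in the R9 series, as for Pdyn (-1.73 against -4.38 in the R1-R2 series).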

The boxplots for all the specific genes are illustrated in Figure S7; in Figure S8 we show the Allen Brain Atlas data from mouse for genes *Pdin, Plk5, C1ql2*, and *Dsp*. The enrichment analysis conducted with ToppGene using genes with absolute average FC > |0.50| (*n* = 927) revealed 7 significant pathways after Bonferroni correction. The most significant pathways were: KEGG axon guidance (adj-*p* = 4.70E-05; 23 genes) and REACTOME adherens junctions interactions (adj-*p* = 6.20E-04; 10 genes). 

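The 23 genes of the axon guidance list had a median log2 FC of DG of -0.52 against CA1 and -0.47 against CA3, with 11 genes higher in DG in each comparison and 12 and 11 lower at adjusted p under 0.05. For the 10 genes of the adherens junctions list the medians were -0.56 and -0.41, with 3 genes higher in DG in each comparison and 7 and 3 lower.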

The remaining significant pathways are reported in Table S7. In this same subfield we also detected the KEGG pathway neuroactive ligand-receptor interaction (adj-*p* = 4.92E-03; 32 genes), the only one shared with CA1 and CA3. In contrast, REACTOME gastrin-CREB signaling pathway via PKC and MAPK and REACTOME neuronal system were detected in CA3 region. 

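The 30 genes of this DG list in the fit had a median log2 FC of DG of -0.83 against CA1 and -0.86 against CA3, with 8 genes higher in each comparison and 21 and 20 lower. Over all 30 lists of Table S7, each compared with both other subfields, the median lay among or above the highest 2.5% of the random lists in 19 of 60 cases and among or below the lowest 2.5% in 36. The listed genes, unlike the random ones, were selected by the paper for differing between subfields in part on these values, so these places follow in part from that selection.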

The analysis conducted with DAVID revealed enrichment for 8 biological processes: neural crest cell migration (FDR adj-*p* = 1.77E-03; 12 genes), semaphorin-plexin signaling (FDR adj-*p* = 2.11E-03) and myosin complex (FDR adj-*p* = 7.65E-03). 

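For the genes listed by the paper, the median log2 FC of DG against CA1 and CA3 was -0.43 and -0.55 for neural crest cell migration (12 genes), -0.79 and -0.55 for semaphorin-plexin signaling (10 genes) and -0.74 and -0.76 for the myosin complex (10 genes). In the neural crest list, 5 genes were higher in DG and 6 were lower at adjusted p under 0.05 in each comparison. The myosin list had 0 genes higher in DG, and 8 and 9 lower.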

All the remaining processes (FDR adj-*p* < 0.05) are reported in Table S7.

### Gene expression related to aging

The data sets for differential expression using the cross platform validation method described above were used to investigate age-related changes in gene expression. 

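For age, the 24 aged and 10 young rats were compared in each subfield with limma on log2(normalized count + 1), with the genes of at least 5 normalized counts on average in the 34 libraries of that subfield: 16385 genes in CA1, 16471 in CA3 and 16192 in DG. The Illumina seed lists are not in the deposited table, so counts over all genes rest on a two-sided test of the Ion Proton values. The genes of Table 2 were counted as called by a one-sided test in the direction the paper gives. The p-values given for single age genes, among them Col4a5, Gfap, C3, C4b and Ctsd, are two-sided. Mean recovered reads did not differ between aged and young rats in CA1 (two-sided permutation test, p = 0.208) or CA3 (p = 0.558), and differed in DG (p = 0.0499). The difference of means in DG, aged minus young, was -2249867 reads, and the medians were 9388907.5 in aged and 9741515 in young rats.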

The CA1 Illumina poly-A mRNA analysis produced 228 DEGs that passed the statistical filter. From this seed list the number of genes that was detected for Ion Proton poly-A mRNA was 104 (FDR = 1.1^−3^). All 104 of these genes were in the NIH DAVID database. Among these, 90 genes were up regulated and 14 genes were down regulated in aged rats. 

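In CA1, 3 genes had adjusted p under 0.05 between aged and young rats, all higher in aged rats. They were both genes the table names C4a (ENSRNOG00000000443, log2 FC 1.03, SE 0.18, adjusted p = 0.0157, and ENSRNOG00000047657, log2 FC 1.02, SE 0.18, adjusted p = 0.0189) and C4b (ENSRNOG00000030729), which had 122 ± 42.3 normalized counts in aged (SD, n = 24) and 62.2 ± 13.7 in young rats (SD, n = 10) (log2 FC 0.92, SE 0.18, adjusted p = 0.0382). None of the 3 passed in the fit of 9 groups (adjusted p = 0.587 for both C4a genes and 0.642 for C4b) or with AU or AI rats alone against young rats (from 0.121 to 0.343), and C4b did not pass without the filter on low values (0.0555). In the fits of a single identifier series, 0 genes passed, with 428 genes in the R9 series and 259 in the R1-R2 series at unadjusted p under 0.05, and DESeq2 on the recovered reads gave 6 genes. At unadjusted p under 0.01 there were 110 genes, 86 higher and 24 lower in aged rats, and at p under 0.05 there were 562. Both are smaller shares of the genes tested than the 0.01 and 0.05 given by chance. As many at 0.01 came from 33 of 100 splits of these rats into groups of the same sizes, the real one included. Without the filter on low values the balance at 0.01 was the opposite, with 89 higher and 135 lower. The other settings kept more genes higher, as with edgeR (168 higher and 19 lower) and the fit of 9 groups (97 and 51). Over the alternatives, the count at 0.01 lay between 43 genes in the R1-R2 series alone and 262 with DESeq2 on the recovered reads of all genes.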

Enrichment analysis indicated clusters related to immune function including the lysosome (GO:0005764, 14 genes, FDR adj-*p* = 1.3^−.3^), regulation of leukocyte mediated immunity (GO:0002443, 14 genes, FDR adj-*p* = 1.6^−5^), immune response (GO:0006955, 28 genes, FDR adj-*p* = 1.8^−7^), and neutrophil activation (GO:0042119, 4 genes, FDR adj-*p* = 9.8^−3^). In addition, clusters related to cell adhesion (GO:0007155, 25 genes FDR adj-*p* = 2.9^−4^) and regulation of ERK1 and ERK2 cascade (GO:0070372, 8 genes, FDR adj-*p* = 2.2^−2^) were also present. Furthermore, a KEGG pathway for the lysosome (rno04142, 8 genes, FDR adj-*p* = 5.2^−3^) was identified. Enrichment analysis using the ToppGene web tool confirmed the enrichment of pathways related to immune function (i.e.: Lysosome, B cell receptor signaling pathway and adaptive immune system). All genes under the indicated immune related functional clusters were up regulated genes (Figure S9).

For region CA3, analysis of Illumina poly-A mRNA indicated 189 DEGs in the seed list and the number validated with the Ion Proton poly-A mRNA was 81 (FDR adj-*p* = 1.2^−3^). All 81 genes were in the NIH DAVID database, with 61 genes up regulated and 20 down regulated genes in aged rats. 

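In CA3, 1 gene had adjusted p under 0.05, AABR07006310.1 (ENSRNOG00000021084), with 866 ± 117 normalized counts in aged (SD, n = 24) and 619 ± 78.4 in young rats (SD, n = 10), a log2 FC of 0.48 (SE 0.08, adjusted p = 0.00980). All 24 aged rats were above the median of the young rats, and the log2 FC was 0.41 in the R9 series and 0.56 in the R1-R2 series, neither past the threshold alone. The gene did not pass in the fit of 9 groups (adjusted p = 0.588) or with AU (0.567) or AI (0.435) rats alone against young rats. At unadjusted p under 0.01 there were 47 genes, 28 higher and 19 lower in aged rats, with 100 in the R9 series alone and 29 in the R1-R2 series alone. The balance depended on the setting. More genes were lower with edgeR on the recovered reads (29 higher and 110 lower) and without the filter on low values (31 and 101). DESeq2 on the recovered reads gave 44 higher and 45 lower, and TMM rescaling gave 27 and 20. At unadjusted p under 0.05 there were 252 genes. The 47 and 252 genes are smaller shares of those tested than the 0.01 and 0.05 given by chance. A total of 59 of 100 splits of these rats into groups of the same sizes, the real one included, gave as many at 0.01.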

As with area CA1, clustering analysis was related to immune function including leukocyte activation (GO:0045321, 17 genes, FDR adj-*p* = 4.9^−5^) immune response (GO:0006955, 20 genes, FDR adj-*p* = 8.8^−5^), cytokine production (GO:0001816, 12 genes, FDR adj-*p* = 2.4^−3^), antigen processing and presentation of peptide antigen via MHC class II (GO:0002495, 7 genes, FDR adj-*p* = 4.4^−7^), and interleukin-10 production (GO:0032613, 5 genes, FDR adj-*p* = 3.0^−3^). Additionally, a cluster for biological adhesion (GO:0022610, 21 genes, FDR adj-*p* = 4.4^−4^) and a KEGG pathway for cell adhesion molecules (rno04514, 7 genes, FDR adj-*p* = 2.3^−3^) were found. Enrichment analysis conducted with ToppGene confirmed the presence of pathways correlated with the immune system (i.e., immunoregulatory interactions between a lymphoid and a non-lymphoid cell, adaptive immune system, and phagosome). All genes under the indicated immune related functional clusters were up regulated (Figure S10).

The DG region exhibited similar aging patterns in relation to the CA1 and CA3, with 280 DEGs in the Illumina poly-A mRNA data set. From this list, 162 genes were validated by the Ion Proton (FDR = 8.6^−4^), and all 161 genes were in the DAVID database. 

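In DG, 12 genes had adjusted p under 0.05, all higher in aged rats, and those with the smallest adjusted p were Cdh1 (ENSRNOG00000020151), ENSRNOG00000028900, which has no symbol in the table, and Gpnmb (ENSRNOG00000008816). Cdh1 had 36.4 ± 11.6 normalized counts in aged (SD, n = 24) and 7.83 ± 7.35 in young rats (SD, n = 10), a log2 FC of 2.55 (SE 0.31, adjusted p = 1.0e-05), with 24 of 24 aged rats above the young median, and 2.55 in the R9 series and 2.59 in the R1-R2 series. ENSRNOG00000028900 had 24.0 ± 10.3 and 7.14 ± 7.90 normalized counts (log2 FC 2.09, adjusted p = 0.00197), and its adjusted p was above 0.05 with edgeR (0.0764), in the fit of 9 groups (0.115), with AU (0.0541) or AI (0.178) rats alone against young rats, and in the R9 (0.208) and R1-R2 (0.172) series alone. Gpnmb had 177 ± 52.8 and 86.7 ± 36.3 (log2 FC 1.06, adjusted p = 0.00427), which did not pass with AI rats alone against young rats (0.145) or in the R9 (0.0648) and R1-R2 (0.656) series alone. In the R9 series alone 5 genes passed, in the R1-R2 series alone 1, and with DESeq2 on the recovered reads 35. The genes at unadjusted p under 0.01 numbered 268, 194 higher and 74 lower in aged rats, and at p under 0.05 there were 1348. As many at 0.01 came from 15 of 100 splits of these rats into groups of the same sizes, the real one included.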

From the validated gene list, 134 genes were up regulated and 27 genes decreased with aging. Enriched clusters included immune response (GO:0006955, 41 genes, FDR adj-*p* = 2.9^−11^), defense response (GO:0006952, 40 genes, FDR adj-*p* = 5.8^−9^), inflammatory response (GO:0006954, 26 genes, FDR adj-*p* = 1.1^−8^), response to wounding (GO:0009611, 15 genes, FDR adj-*p* = 9.3^−3^), response to steroid hormone (GO:0048545, 14 genes, FDR adj-*p* = 1.3^−2^) and cell-cell adhesion (GO:0098609, 30 genes, FDR adj-*p* = 2.7^−6^). KEGG pathways were identified for lysosome (rno04142, 10 genes, FDR adj-*p* = 3.2^−4^), antigen processing and presentation (rno04612, 11 genes, FDR adj-*p* = 5.2^−6^), and cell adhesion molecules (rno04514, 10 genes, FDR adj-*p* = 2.8^−3^). All genes under the indicated immune related functional clusters were up regulated genes (Figure S11). Again, the analysis conducted with ToppGene confirmed the immunologic processes detected with DAVID. In addition, we detected 3 pathways involving the complement system: initial triggering of complement, complement and coagulation cascades, complement cascade, and activation of C3 and C5. Beside the immunological pathways, we detected the cadherin signaling and Wnt signaling.

In examining genes that were differentially expressed with age across regions it is clear that each region contains a number of age-related genes that are unique relative to the other hippocampal regions. For the most part, more genes were up regulated in older rats within each region and several up regulated genes overlapped across regions. 

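At unadjusted p under 0.01, 8 genes were higher in aged rats in all 3 subfields and 0 were lower. Past this threshold in a single subfield were 77 genes in CA1, 30 in CA3 and 230 in DG. CA1 and DG shared 31 genes with the same direction, CA1 and CA3 shared 10, and CA3 and DG shared 15. With unadjusted p under 0.05, 26 genes were higher in all 3 subfields and 2 were lower. From the overlap of its age-related genes between regions, the paper concludes that each region also contains age-related genes of its own.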

Among the genes that overlapped regions, several were related to immune function (Table 2). 

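Table 2 has 24 genes, all in the fit, and all 24 had a log2 FC above 0 in aged against young rats in CA1, CA3 and DG. At one-sided p under 0.05, 20 of them were called in CA1, 20 in CA3 and 23 in DG. When two-sided p was adjusted over the list alone, the numbers were 14, 7 and 21. With adjustment over all genes tested, 0, 0 and 5 passed, against 1, 0 and 9 with the identifier series as a covariate, 0, 0 and 10 with DESeq2 on the recovered reads and 0, 0 and 1 in the fit of 9 groups. The list was selected in part on these values, so the adjustment over the list alone shows no stability. The median log2 FC was 0.40 in CA1, 0.41 in CA3 and 0.50 in DG. In the R9 series alone 23, 12 and 19 were called, and in the R1-R2 series alone 10, 11 and 19. The direction changed for Cdh1 in CA3 with edgeR (log2 FC -0.57) and in the R9 series alone (-0.57), while in the R1-R2 series alone Cdh1 in CA3 had 2.24 and passed adjustment over all genes (adjusted p = 0.000372). For Cdh1 in CA3, 1 young rat lay far above the others (young rats from 5.41 to 577 normalized counts). The direction also changed for Wdfy4 in CA1 in the R1-R2 series alone (-0.15) and with AU rats alone against young rats (-0.04). Cd74 (ENSRNOG00000018735) had log2 FCs of 1.32, 1.77 and 1.83 in CA1, CA3 and DG (adjusted p = 0.01998 in DG). Trem2 (ENSRNOG00000013578) had 0.38, 0.37 and 0.57 (adjusted p = 0.0218 in DG), and Cdh23 (ENSRNOG00000033087) had 0.49, 0.44 and 0.61 (adjusted p = 0.0116 in DG). In DG, Cd74, Trem2 and Cdh23 did not pass in the fit of 9 groups (adjusted p = 0.567, 0.346 and 0.478), with AU (0.278, 0.120 and 0.323) or AI rats alone (0.0673, 0.307 and 0.165) against young rats, or in the R1-R2 series alone (0.172, 0.899 and 0.899), and Trem2 and Cdh23 did not pass in the R9 series alone (0.341 for each). With the identifier series as a covariate, Gpr183 (adjusted p = 0.0244) and Bpifb4 (0.00590) passed in DG, as they did with DESeq2 on the recovered reads (0.0326 and 0.0284). A score of 14 microglia markers was higher in aged rats by 0.205 in CA1 (two-sided permutation test, p = 0.105), 0.250 in CA3 (p = 0.00724) and 0.317 in DG (p = 0.00017). Adjusted over 78 marker tests, p was 0.867 in CA1, 0.188 in CA3 and 0.0133 in DG, so the rise passed in DG alone. In DG the difference was 0.310 in the R9 series (exact permutation test, p = 0.000916) and 0.339 in the R1-R2 series (exact permutation test, p = 0.00607).

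**Figure D5:**
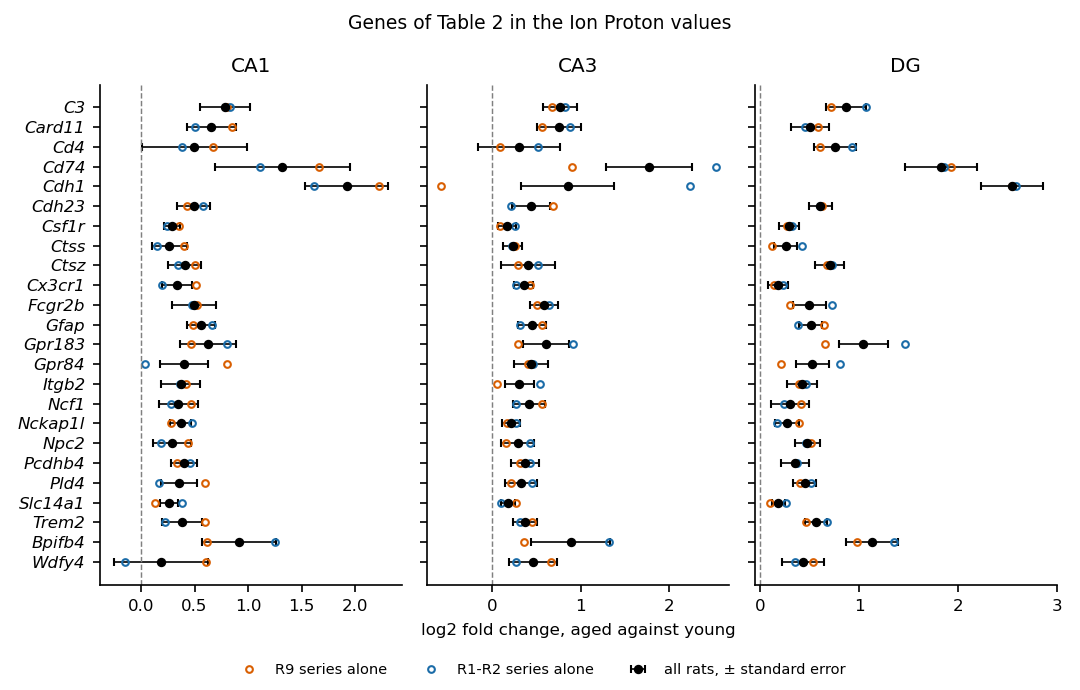
Log2 FC of the 24 genes of Table 2 (x axis, aged against young rats) in CA1, CA3 and DG. Black points with bars are all rats with the SE, and colored points are each identifier series alone; in DG every gene is above 0 in all rats, from 0.18 to 2.55.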

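Col4a5 (ENSRNOG00000018951; chromosome X from 109907251 to 110111214 of GRCr8) had 45.4 ± 22.4 normalized counts in aged (SD, n = 24) and 68.0 ± 18.3 in young rats (SD, n = 10) in CA1, 56.5 ± 28.6 and 91.4 ± 62.8 in CA3, and 48.8 ± 17.3 and 69.8 ± 36.4 in DG. Its log2 FC was -0.90 in CA1 (SE 0.44, unadjusted two-sided p = 0.0487), -0.61 in CA3 (SE 0.25, p = 0.0216) and -0.41 in DG (SE 0.21, p = 0.0613), and adjusted p was 0.934, 0.9998 and 0.598. Of the 24 aged rats, 22, 20 and 20 were below the median of the young rats. The log2 FC was negative in both identifier series in each subfield, from -0.24 in CA1 of the R9 series to -1.48 in CA1 of the R1-R2 series.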

Only one gene, *Col4a5*, exhibited a decrease across all three regions. Interestingly, the DG region showed the highest number of gene changes related to the age of the animal (162), including the greatest number of distinct genes (91 genes) (Figure 3). 

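Over the genes tested for age, the median SE of the log2 FC was 0.137 in DG, 0.167 in CA1 and 0.182 in CA3. After each library was thinned to 4478984 reads, the number of genes at unadjusted p under 0.01 was 115 in CA1, 41 in CA3 and 265 in DG as the median of 5 draws.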

Among the 69 genes that were uniquely up regulated in the DG, 68 matched DAVID for functional annotation clustering analysis with the top clusters involved in immune function. 

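The difference in the age effect between subfields was tested directly, with limma on the within-rat difference of log2(normalized count + 1) between 2 subfields, aged against young rats. For DG minus CA1, DG minus CA3 and CA3 minus CA1, 0 genes had adjusted p under 0.05. At unadjusted p under 0.05 there were 405, 382 and 123 genes, of 16301, 16365 and 16452 tested. On simulated changes between 24 and 10 rats, this test called 50% of genes whose difference was 1 on the log2 scale and 8% of those at 0.5. That simulation drew each gene independently, so these shares need not hold for the real libraries.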

Together, the results indicate that the DG region may be more sensitive to aging effects.

**Table 2:** Genes, which significantly increased expression across all three regions in aged animals from both the Illumina and Ion Proton data.

**Gene symbol**	**Gene Name**	**Immune related**
*C3*	Complement component 3	x
*Card11*	Caspase recruitment domain family, member 11	x
*Cd4*	Cd4 molecule	x
*Cd74*	Cd74 molecule, major histocompatibility complex, class II invariant chain	x
*Cdh1*	Cadherin 1	
*Cdh23*	Cadherin 23 (otocadherin)	
*Csf1r*	Colony stimulating factor 1 receptor	x
*Ctss*	Cathepsin S	x
*Ctsz*	Cathepsin Z	
*Cx3cr1*	Chemokine (C-X3-C motif) receptor 1	x
*Fcgr2b*	Fc fragment of IgG, low affinity IIb, receptor (CD32)	x
*Gfap*	Glial fibrillary acidic protein	x
*Gpr183*	G protein-coupled receptor 183	x
*Gpr84*	G protein-coupled receptor 84	x
*Itgb2*	Integrin beta 2	x
*Ncf1*	Neutrophil cytosolic factor 1	x
*Nckap1l*	NCK associated protein 1 like	x
*Npc2*	Niemann-Pick disease, type C2	
*Pcdhb4*	protocadherin beta 4	
*Pld4*	Phospholipase D family, member 4	
*Slc14a1*	Solute carrier family 14 (urea transporter), member 1	
*Trem2*	Triggering receptor expressed on myeloid cells 2	x
*Bpifb4*	BPI Fold Containing Family B, Member 4	
*Wdfy4*	WDFY Family Member 4	

*Genes that are related to immune function are indicated*.

**Figure 3:**
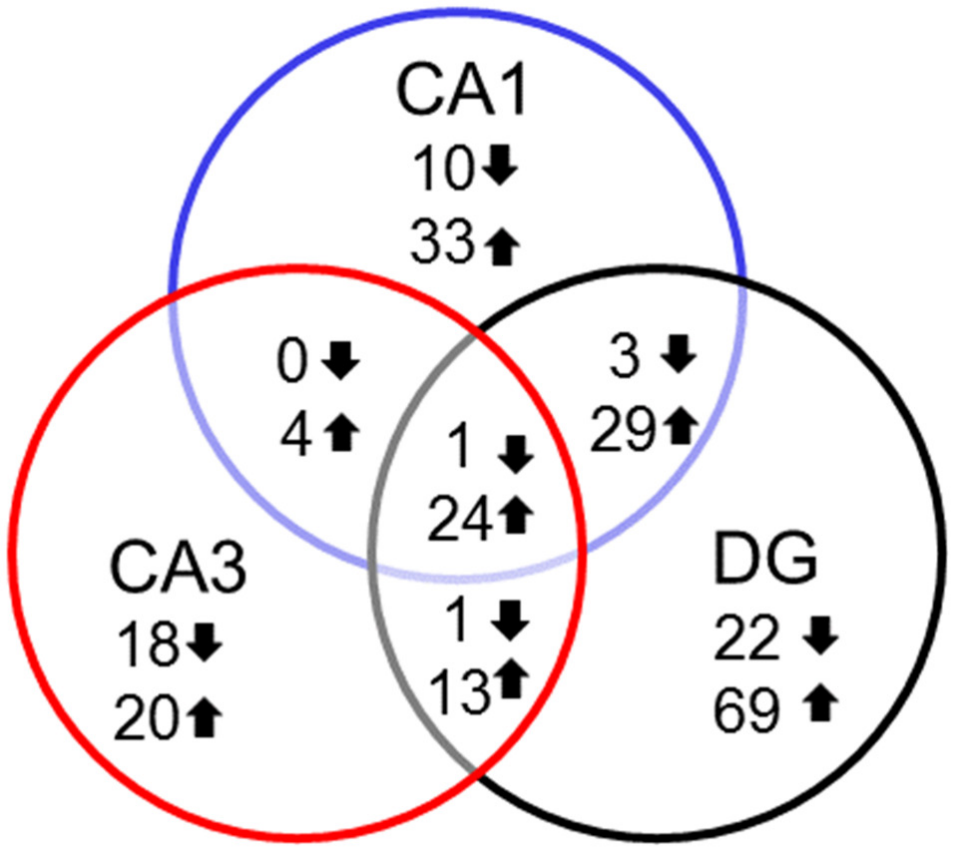
Number of genes altered during aging across hippocampal regions. Summary of the total number of genes across the hippocampal subfields whose expression increased (up arrow) or decreased (down arrow) using Illumina DEGs with *p* < 0.01 validated with Ion Proton mRNA with *p* < 0.05.

### Gene expression related to behavior

For examination of genes linked to cognitive status, only aged animals were included in order to avoid age as a confound. Aged animals were subdivided into AI and AU according to the water maze DI score. 

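For cognitive status, 12 AI and 12 AU rats were compared in each subfield with limma on log2(normalized count + 1), over 16406 genes in CA1, 16436 in CA3 and 16182 in DG. The R9 series holds 5 AI and 6 AU rats and the R1-R2 series 7 AI and 6 AU rats. Genes of Table S8 were tested one-sided in the direction the table gives. Recovered reads did not differ between AI and AU rats in CA1 (two-sided permutation test, p = 0.192), CA3 (p = 0.508) or DG (p = 0.374). On simulated changes between 12 and 12 rats, the test called 65% of genes with a log2 FC of 1 at adjusted p under 0.05 and 8% of those with 0.5. Each gene was simulated independently, so these shares need not hold for the real libraries.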

Figure 4 illustrates the number of genes that were differentially expressed in CA1, CA3, and the DG according to cognitive status, and were annotated in DAVID. The Illumina analysis of CA1 poly-A mRNA produced 235 sequences that passed the statistical filter. From the seed list, the number of genes that was detected for Ion Proton mRNA was 107 (FDR = 1.1^−3^) (Table S8). For the 107 genes, 106 were in the NIH DAVID database, with 48 up regulated and 58 down regulated genes in aged impaired animals. 

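In CA1, 0 genes had adjusted p under 0.05 between AI and AU rats. At unadjusted p under 0.01 there were 70 genes, 48 higher and 22 lower in AI rats, and at p under 0.05 there were 341. Both are smaller shares of the genes tested than the 0.01 and 0.05 given by chance. As many at 0.01 came from 37 of 100 splits of these rats into groups of the same sizes, the real one included. The alternative that moved the count at 0.01 most was a fit of all 102 libraries in 9 groups, with 158 genes. Table S8 lists 106 genes for CA1, of which 103 were in the fit, and 102 of these had the listed direction. At one-sided p under 0.05, 68 were called, 36 higher and 32 lower in AI rats. When two-sided p was adjusted over the list alone, 33 passed. In the R9 series alone 57 were called, and in the R1-R2 series alone 40 were, with 93 of 102 in the listed direction. The list was selected in part on these values. With a score of 14 markers of subicular and neocortical neurons as a covariate, 29 genes were called.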

The CA3 Illumina mRNA analysis contained 32 sequences in the seed list and the number validated with the Ion Proton poly-A mRNA was 8 (FDR = 2.0^−3^) (Table S8). All 8 genes were annotated in DAVID (increased: *Prl, Pcdh19, Pcdh17, Gabrb1, Gda, Als2*; decreased: *Msrb2, Wnt6*). 

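In CA3, 0 genes had adjusted p under 0.05, with 24 at unadjusted p under 0.01 and 264 at p under 0.05. These are smaller shares of the genes tested than the 0.01 and 0.05 given by chance, and 79 of 100 splits gave as many at 0.01. Of the 8 listed genes, 7 were in the fit, all with the listed direction, and 4 were called at one-sided p under 0.05. With two-sided p adjusted over the list, which is stricter than the one-sided calls, 0 passed. Pcdh19 (ENSRNOG00000003929) had 1067 ± 660.3 normalized counts in AI and 660.3 ± 251 in AU rats (SD, n = 12 each), a log2 FC of 0.67 (SE 0.24, one-sided p = 0.00441), with 10 of 12 AI rats above the AU median. Gabrb1 (ENSRNOG00000002327) had 0.43 (one-sided p = 0.0182) and Msrb2 (ENSRNOG00000016873) had -0.45 (one-sided p = 0.0305). The log2 FCs of Pcdh17 (ENSRNOG00000008970) and Gda (ENSRNOG00000018282) were 0.26 and 0.33, with one-sided p of 0.0712 and 0.0876. Wnt6 (ENSRNOG00000017409), under a mean of 5, had 1.17 ± 1.53 and 3.29 ± 3.38 normalized counts in AI and AU rats without the filter on low values (log2 FC -0.82, one-sided p = 0.0327).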

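In DG, 0 genes had adjusted p under 0.05 between AI and AU rats, with 34 at unadjusted p under 0.01 and 287 at p under 0.05. Here too the shares are smaller than those given by chance, and 77 of 100 splits gave as many at 0.01. Table S8 lists 30 genes for DG, of which 27 were in the fit, all with the listed direction. At one-sided p under 0.05, 24 were called, 15 higher and 9 lower in AI rats. When two-sided p was adjusted over the list alone, 2 passed. The list was selected in part on these values. In the R9 series alone 10 were called and in the R1-R2 series alone 12 were.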

The DG Illumina poly-A mRNA analysis contained 97 sequences in the seed list and the number validated with the Ion Proton mRNA was 30 (FDR = 1.6^−3^) (Table S8), which included 29 genes that were annotated in DAVID (16 up regulated and 13 down regulated). 

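Prl (ENSRNOG00000017374; chromosome 17 from 38287355 to 38298234 of GRCr8) had 12.1 ± 17.8 normalized counts in AI and 1.10 ± 1.42 in AU rats in CA1 (SD, n = 12 each), 33.6 ± 89.9 and 0.729 ± 1.31 in CA3, and 10.4 ± 18.5 and 0.861 ± 1.58 in DG. Its log2 FC was 1.36 in CA1 (SE 0.70, one-sided p = 0.0310), 1.78 in CA3 (SE 0.78, one-sided p = 0.0151) and 1.41 in DG (SE 0.65, one-sided p = 0.0197), and 0.9998 or higher after adjustment in each. It was 0 in all young libraries and above 0 in 7, 4 and 4 of the 12 AU libraries and in 7, 7 and 7 of the 12 AI libraries of CA1, CA3 and DG. In the R9 series, 1, 2 and 1 of 5 AI libraries were above 0, and the mean log2 difference between AI and AU rats was 0.0345 in CA1, -0.0654 in CA3 and -0.309 in DG (exact permutation tests, two-sided, p = 1, 0.913 and 0.773). In the R1-R2 series, 6, 5 and 6 of 7 AI libraries were above 0, and the difference was 2.30 in CA1, 3.16 in CA3 and 2.75 in DG (exact permutation tests, p = 0.0472, 0.0332 and 0.0198). The highest AI value was 55.8 in CA1, 315 in CA3 and 63.4 in DG. Across all 34 rats, Prl in CA1 and DG of the same rat had a Pearson r of 0.911 (permutation test, p = 1e-05, the smallest that 100000 permutations can give) and a Spearman rho of 0.741 (p = 2e-05), with r of 0.878 without the 2 farthest rats, 0.909 in the R9 series and 0.908 in the R1-R2 series. Its adjusted p was 3.25e-05 over 13 relations.

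**Figure D6:**
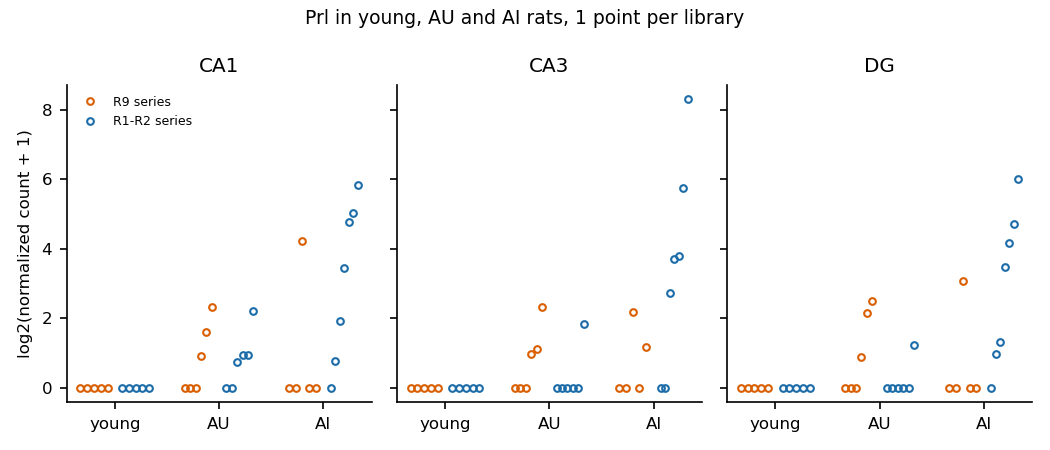
Prl in young, AU and AI rats (y axis, log2(normalized count + 1)) in CA1, CA3 and DG. Each point is 1 library, colored by identifier series; the AI libraries with the highest values are of the R1-R2 series, and the young libraries are at 0.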

Only one gene, *Prl*, was increased across all regions.

**Figure 4:**
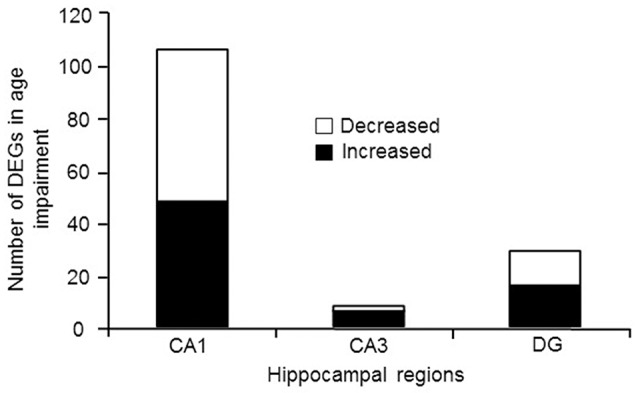
Number of genes differentially expressed in regions CA1, CA3, and DG according to cognitive function. In each case, the number of genes down regulated (open portion) and up regulated (filled portion) in aged-cognitively impaired animals are represented.

Up and down regulated genes were combined within each region and submitted for cluster analysis. The results indicated that only CA1 exhibited significant enrichment. 

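The difference in the effect of cognitive status between subfields was tested on within-rat differences, AI against AU rats. For DG minus CA1, DG minus CA3 and CA3 minus CA1, 0 genes had adjusted p under 0.05, with 496, 308 and 433 genes at unadjusted p under 0.05, of 16312, 16329 and 16451 tested. Those at unadjusted p under 0.01 numbered 89, 28 and 51.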

Clustering was observed for cellular components with CA1 genes linked to synapse (GO:0045202, 20 genes, FDR adj-*p* = 2.6^−5^), cell junction (GO:0030054, 18 genes, FDR adj-*p* = 1.2^−2^), neuron part (GO:0097458, 22 genes, FDR adj-*p* = 5.6^−3^), postsynapse (GO:0098794, 10 genes, FDR adj-*p* = 1.3^−2^), ion channel complex (GO:0034702, 9 genes, FDR adj-*p* = 5.9^−3^) and plasma membrane region (GO:0098590, 16 genes, FDR adj-*p* = 6.1^−3^) (Table 3). In addition, enrichment for biological processes included regulation of signaling (GO:0023051, 34 genes, FDR adj-*p* = 4.7^−3^), the KEGG pathways for calcium signaling (rno04020, 7 genes, FDR adj-*p* = 1.7^−2^) and long-term potentiation (rno04720, 4 genes, FDR adj-*p* = 3.5^−2^). 

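Marker scores of the CA1 libraries were compared between AI and AU rats. The score of 10 pan-neuronal markers differed by 0.0133 (two-sided permutation test, p = 0.839), with 0.0032 in the R9 series (exact permutation test, p = 0.981) and 0.0029 in the R1-R2 series (exact permutation test, p = 0.963). The score of subicular and neocortical markers, none of them in Table S8, was higher in AI rats by 0.457 (permutation test, p = 0.00233, adjusted p = 0.0909 over 78 marker tests), with 0.338 in the R9 series (exact permutation test, p = 0.167) and 0.561 in the R1-R2 series (exact permutation test, p = 0.00525).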

ToppGene identified five significant pathways after Bonferroni correction: glutamatergic synapse, neuronal system, heterotrimeric G-protein signaling pathway-Gq alpha and Go alpha mediated pathway, calcium signaling, and phosphatidylinositol signaling system. The results confirmed the presence of neuronal genes, but pointed to more specific processes, including the glutamatergic synapse.

**Table 3:** Genes of age impaired and age unimpaired animals, which were significantly differentially expressed in region CA1 in both the Illumina and Ion Proton data.

**Gene symbol**	**Gene Name**	**Ca^2+^ binding**	**Synaptic function**
*Adra1d*	Adrenergic, alpha-1D-, receptor	x	x
*Akap13*	A kinase (PRKA) anchor protein 13		x
*Arpc5*	Actin related protein 2/3 complex, subunit 5		x
*Dclk2*	Doublecortin-like kinase 2		x
*Dgkz*	Diacylglycerol kinase zeta		x
*Gabra5*	Gamma-aminobutyric acid (GABA) A receptor, alpha 5		x
*Homer3*	Homer homolog 3 (Drosophila)		x
*Itpr1*	Inositol 1,4,5-triphosphate receptor, type 1		x
*Kcnab2*	Potassium voltage-gated channel, shaker-related subfamily, beta member 2		x
*Ksr1*	Kinase suppressor of ras 1		x
*Mpp3*	Membrane protein, palmitoylated 3 (MAGUK p55 subfamily member 3)		x
*Neto1*	Neuropilin (NRP) and tolloid (TLL)-like 1	x	x
*Nptxr*	Chromobox homolog 6; neuronal pentraxin receptor	x	x
*Pragmin*	Pragma of Rnd2		x
*Prickle2*	Prickle homolog 2 (Drosophila)	x	x
*Rem2*	RAS (RAD and GEM) like GTP binding 2	x	x
*Slc17a8*	Solute carrier family 17, member 8		x
*Vav2*	vav 2 guanine nucleotide exchange factor		x
*Cacnb2*	Calcium channel, voltage-dependent, beta 2 subunit	x	x
*Dgka*	Diacylglycerol kinase, alpha	x	
*Hpca*	hippocalcin	x	
*Itpr1*	Inositol 1,4,5-triphosphate receptor, type 1	x	
*Prkca*	Protein kinase C, alpha	x	
*Scube2*	Signal peptide, CUB domain, EGF-like 2	x	
*Sulf2*	Sulfatase 2	x	

*Genes that are related to Ca^2+^ binding and synaptic function are indicated*.

A closer examination of the direction of gene changes suggested that there was decreased expression of genes that regulated Ca^2+^ entry by modulating the function of NMDA receptors (*Neto1, Prickle2*), or voltage-gated Ca^2+^ channels (*Cacnb2*) (Figure 5). 

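Neto1 (ENSRNOG00000014006) had 760.5 ± 168 normalized counts in AI and 1032 ± 256 in AU rats, a log2 FC of -0.44 (SE 0.14, one-sided p = 0.00230), with 12 of 12 AI rats below the AU median, and -0.64 in the R9 series and -0.26 in the R1-R2 series (SD, n = 12 each). For Prickle2 (ENSRNOG00000012364) the counts were 2880.5 ± 446 and 3261 ± 771 and the log2 FC was -0.16 (SE 0.12, one-sided p = 0.0905), which is not larger than the spread between rats. Cacnb2 (ENSRNOG00000018378) had 911 ± 186 and 1075 ± 272, a log2 FC of -0.23 (SE 0.13, one-sided p = 0.0402), with 10 of 12 AI rats below the AU median. After adjustment over all genes, p was 0.9998 for each.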

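Adra1d (ENSRNOG00000021256) had 621 ± 131 normalized counts in AI and 873 ± 216 in AU rats, a log2 FC of -0.48 (SE 0.13, one-sided p = 0.000508), with 11 of 12 AI rats below the AU median (SD, n = 12 each). It was -0.41 in the R9 series and -0.52 in the R1-R2 series. Homer3 (ENSRNOG00000020229) had 402 ± 122 and 591 ± 351 normalized counts and a log2 FC of -0.40 (SE 0.25, one-sided p = 0.0604). Itpr1 (ENSRNOG00000007104) had 8027 ± 1407 and 9414 ± 2497 and a log2 FC of -0.20 (SE 0.14, one-sided p = 0.0926), with 11 of 12 AI rats below the AU median. The differences of Homer3 and Itpr1 were not past one-sided p of 0.05.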

Decreased expression was also observed for genes linked to receptor mediated release of Ca^2+^ from intracellular Ca^2+^ stores (*Adra1d, Homer3, Itpr1*). A decline in protein expression for these genes might be expected to decrease intracellular Ca^2+^. Similarly, increased expression was observed for the membrane Ca^2+^ ATPase pump (*Atp2b4*), which would remove intracellular Ca^2+^. Moreover, decreased expression was observed for genes linked to downstream Ca^2+^ signaling (*Hpca, Dclk2, Prkca*). 

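Atp2b4 (ENSRNOG00000003031) had 1304 ± 514 normalized counts in AI and 743 ± 485 in AU rats, a log2 FC of 0.98 (SE 0.29, one-sided p = 0.00110), with 12 of 12 AI rats above the AU median (SD, n = 12 each). The log2 FC was 0.91 in the R9 series and 0.96 in the R1-R2 series.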

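For Hpca (ENSRNOG00000006979), AI rats had 12511 ± 4042 and AU rats 17785 ± 6951 normalized counts (SD, n = 12 each), a log2 FC of -0.44 (SE 0.22, one-sided p = 0.0265), with -0.67 in the R9 series and -0.14 in the R1-R2 series. Dclk2 (ENSRNOG00000016550) had 872 ± 172 and 1009 ± 120.4 and a log2 FC of -0.23 (SE 0.10, one-sided p = 0.0177). Prkca (ENSRNOG00000003491) had 1348 ± 325 and 1740.1 ± 345 and a log2 FC of -0.38 (SE 0.13, one-sided p = 0.00274), with 10 of 12 AI rats below the AU median.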

Together, the results suggest that in impaired animals, transcription is altered in an attempt to limit intracellular Ca^2+^ signaling (Figure 5).

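The 18 genes of Figures 5 and 6 were also compared with young rats in CA1. Against the 10 young rats, 8 genes differed in AI rats at unadjusted p under 0.05, 7 of them lower, and 0 differed in AU rats at that level; 0 passed adjustment over all genes in either comparison. In AI rats 15 of the 18 genes had a log2 FC below 0 against young rats, and in AU rats 10 did. With the R1-R2 series alone, 1 gene differed in AI and 2 in AU rats at unadjusted p under 0.05, and with the R9 series alone 3 and 1 did. In the fit of 9 groups, 2 differed in AI and 1 in AU rats. The paper selected these genes for differing between AI and AU rats, in part on these values. The counts therefore do not show that only AI rats depart from young rats. From the lower expression of genes for calcium entry, release and downstream signaling and the higher expression of a calcium pump in impaired rats, the paper proposes that transcription is altered to limit intracellular calcium signaling.

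**Figure D7:**
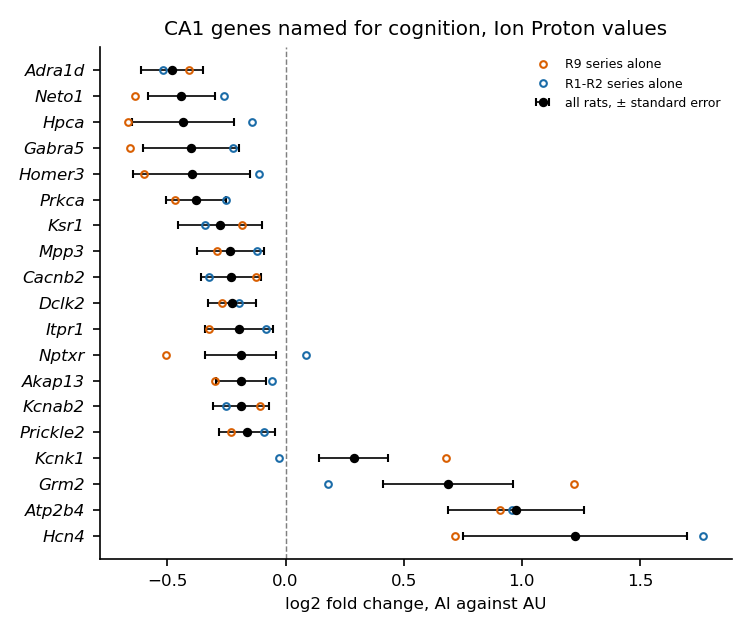
Log2 FC of 19 CA1 genes named for cognitive status (x axis, AI against AU rats). Black points with bars are all 24 aged rats with the SE, and colored points are each identifier series alone; the sign differs between the series for Nptxr (-0.51 and 0.08) and Kcnk1 (0.68 and -0.03).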

**Figure 5:**
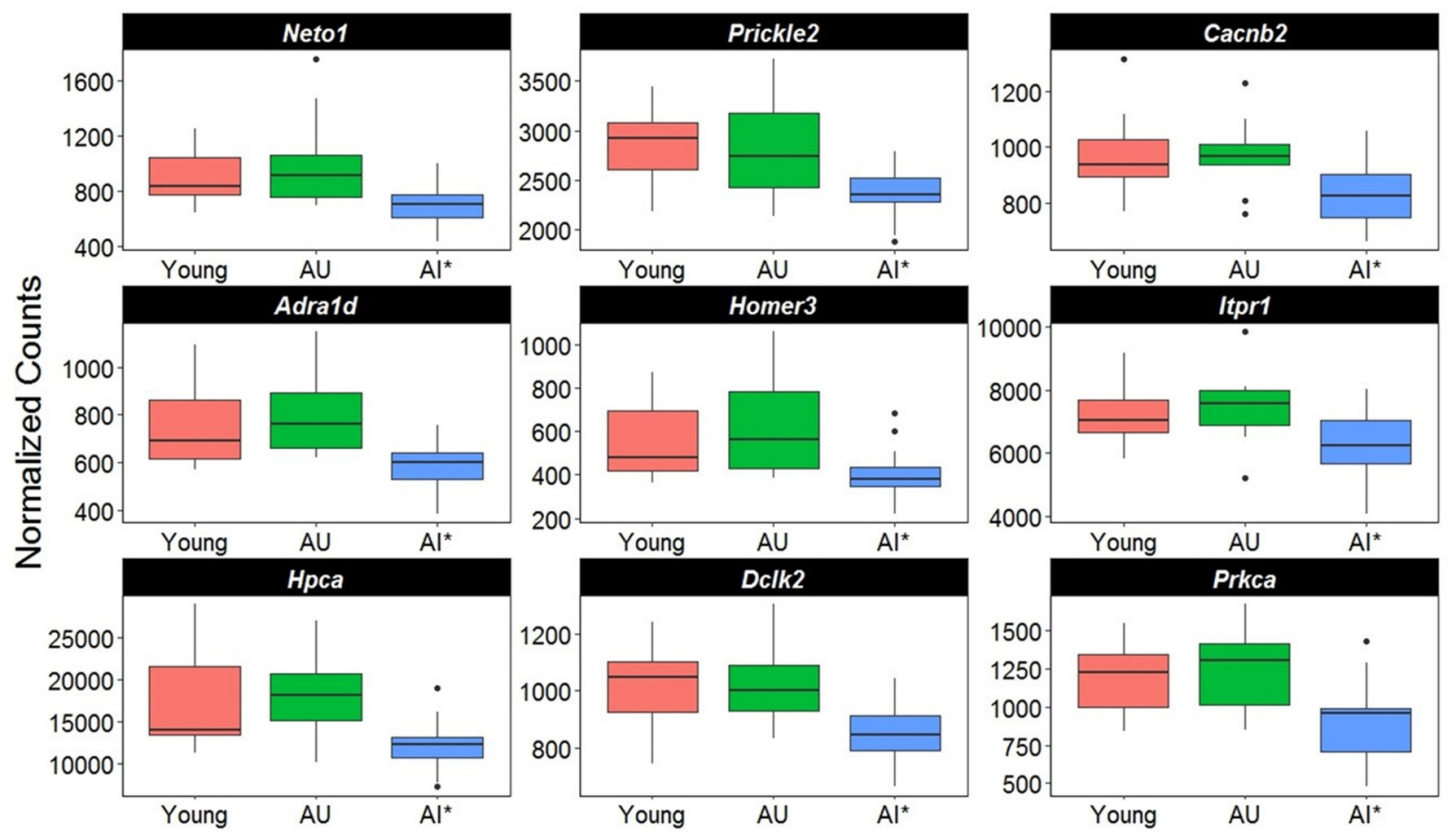
Altered transcription of genes linked to calcium regulation. The y-axis represents Illumina normalized counts and the asterisk in the x-axis represent differential expression of AI rats relative to AU in the Illumina platform (*p* < 0.01) validated with the Ion Proton (*p* < 0.05).

Closer examination of the direction of change for genes linked to synaptic activity suggests differential expression in genes for regulating synaptic receptors and K^+^ channels (Figure 6). 

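Gabra5 (ENSRNOG00000010803) had 1154 ± 483 normalized counts in AI and 1451 ± 463 in AU rats in CA1 (SD, n = 12 each), a log2 FC of -0.40 (SE 0.20, one-sided p = 0.0300). Nptxr (ENSRNOG00000016156) had 11146 ± 2165 and 12960.1 ± 4073 normalized counts and a log2 FC of -0.19 (SE 0.15, one-sided p = 0.109), with 11 of 12 AI rats below the AU median. In the R1-R2 series alone the direction of Nptxr was the opposite, with a log2 FC of 0.08.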

For example, there was a decrease in the GABA receptor subunit (*Gabra5*) and *Nptxr*, which are involved in clustering of AMPA receptors at the synapse. 

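In CA1, Hcn4 (ENSRNOG00000009450) had 39.0 ± 24.9 normalized counts in AI and 19.6 ± 12.8 in AU rats (SD, n = 12 each), a log2 FC of 1.22 (SE 0.47, one-sided p = 0.00767), with 0.72 in the R9 series and 1.77 in the R1-R2 series. Kcnk1 (ENSRNOG00000019937) had 435 ± 130.4 and 352 ± 85.6 and a log2 FC of 0.29 (SE 0.15, one-sided p = 0.0288). All 12 AI rats were above the AU median of Kcnk1, but in the R1-R2 series alone its log2 FC was -0.03. Kcnab2 (ENSRNOG00000011550) had 4782 ± 710.0 and 5532 ± 1240.1 and a log2 FC of -0.19 (SE 0.12, one-sided p = 0.0637), not past 0.05.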

Increased expression was observed for two K^+^ channels, *Hcn4* and *Kcnk1*, and *Kcnab2*, a cytoplasmic potassium channel subunit that modulates K^+^ channel activity was down regulated. Finally, there was down regulation of genes for proteins that are downstream of G-protein coupled receptor activation (*Mpp3, Ksr1, Akap13*) and an increase expression of the glutamate metabotropic receptor (*Grm2*).

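For Mpp3 (ENSRNOG00000033653) the log2 FC in CA1 was -0.23 (SE 0.14, one-sided p = 0.0549), for Ksr1 (ENSRNOG00000012818) it was -0.28 (SE 0.18, one-sided p = 0.0663) and for Akap13 (ENSRNOG00000010964) -0.19 (SE 0.11, one-sided p = 0.0427), with 9, 10 and 11 of 12 AI rats below the AU median. Grm2 (ENSRNOG00000013171) had 688 ± 248 normalized counts in AI and 485 ± 395 in AU rats (SD, n = 12 each), a log2 FC of 0.69 (SE 0.27, one-sided p = 0.00915), with 1.22 in the R9 series and 0.18 in the R1-R2 series.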

**Figure 6:**
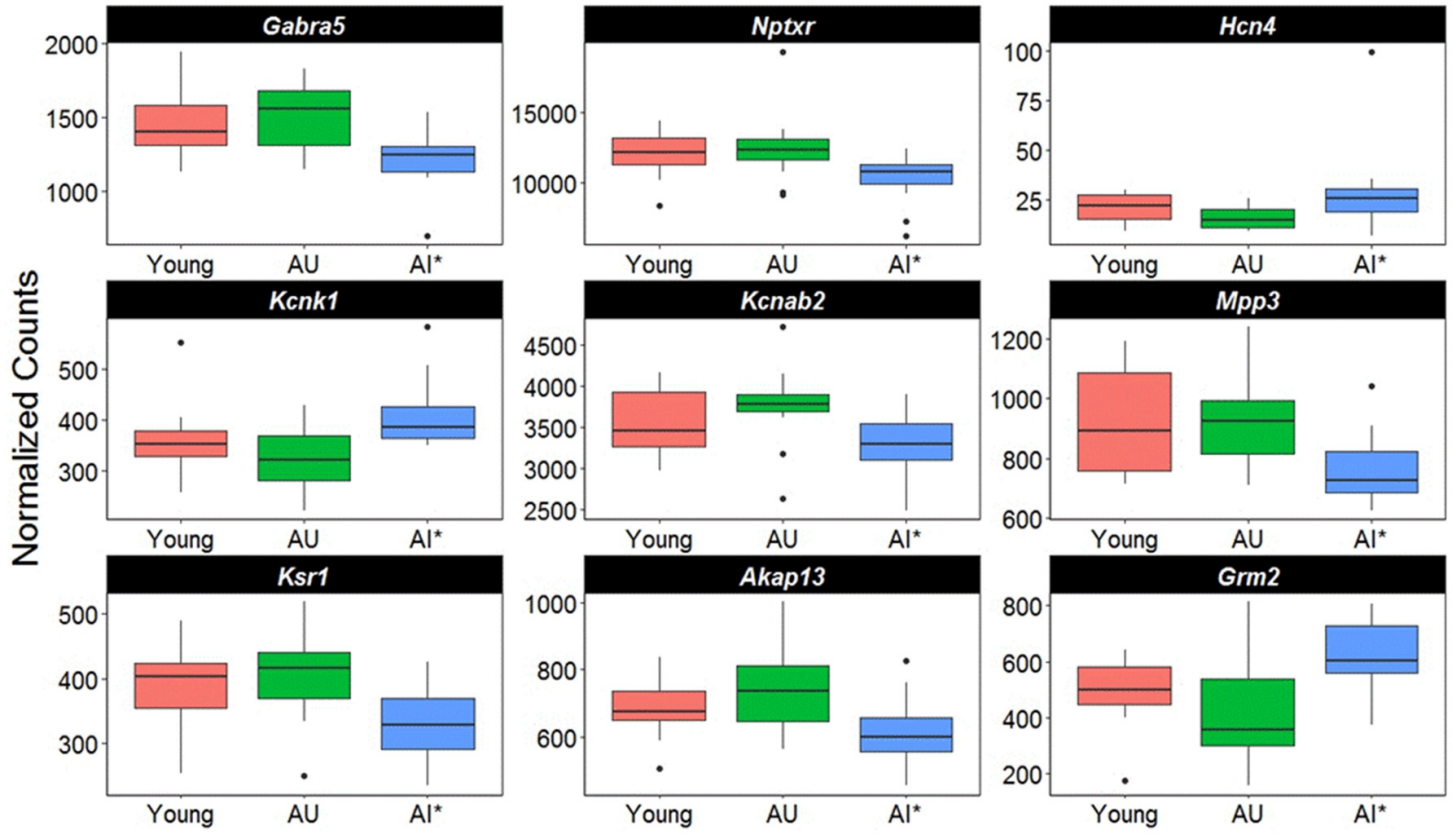
Altered transcription of genes linked to cell excitability. The y-axis represents Illumina normalized counts and the asterisk in the x-axis represent differential expression of AI rats relative to AU in the Illumina platform (*p* < 0.01) validated with the Ion Proton (*p* < 0.05).

Finally, we examined the specificity of gene changes. In this case, aged animals were separated by performance on the cue task, using a mean split for block 5. Relative to gene expression associated with spatial discrimination performance, fewer genes were associated with performance on the cue task. Analysis of the CA1 region poly-A mRNA using Illumina produced 135 sequences that differed according to cue discrimination performance. From this seed list the number of genes that was detected for Ion Proton poly-A mRNA was 24 (FDR = 2.8^−3^). For region CA3, 38 differentially expressed genes were detected by Illumina and 3 genes were confirmed by the Ion Proton (FDR = 6.3^−3^). For the dentate gyrus, Illumina detected 71 sequences and 4 were confirmed by the Ion Proton (FDR = 8.8^−3^). No gene clusters were observed for any region.

## Discussion

### Gene expression across subfields: subfield specific transcriptome profiling

We report the results of the transcriptional differences among hippocampus brain subfields (CA1, CA3, and DG) regardless of the animal's age or cognitive status. Our approach was based on retaining for each subfield, genes significant and concordant in FC in both pairwise comparisons. We were able to detect a high number of specific genes for each subfield, specifically: 908 (CA1), 1,063 (CA3), and 2,431 (DG) genes. These lists include genes highly or lowly expressed in each subfield with respect to the others. 

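The gene that the paper writes as Wnt3 has the identifier ENSRNOG00000003039 in its tables, which the deposited table names Wnt3a. It had 7.93 ± 6.80 normalized counts in CA1, 0.674 ± 1.61 in CA3 and 1.19 ± 1.86 in DG (SD, n = 34) and was at 0 in 54 of 102 libraries. Its mean was under 5, and without the filter on low values its log2 FC was 2.18 against CA3 (SE 0.28, adjusted p = 2.5e-09) and 1.87 against DG (SE 0.28, adjusted p = 7.1e-08).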

In CA1, the top gene with high values of expression compared to the other subfields was *Wnt3* (Wnt Family Member 3), which is considered to play a central role in synaptogenesis and adult neurogenesis (Varela-Nallar and Inestrosa, 2013). In area CA1, Wnt signaling has been linked to synaptic plasticity and associated hippocampal-dependent memory processes (Xu et al., 2015; Ivanova et al., 2016). 

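In CA1, CA3 and DG, Nts (ENSRNOG00000004179) had 444 ± 193, 98.2 ± 157 and 79.6 ± 80.3 normalized counts (SD, n = 34), with log2 FCs of CA1 of 3.32 against CA3 (SE 0.48, adjusted p = 5.5e-08) and 3.57 against DG (SE 0.48, adjusted p = 2.0e-09). Htr1b (ENSRNOG00000013042) had 174 ± 63.0, 67.9 ± 32.4 and 37.6 ± 28.5, with log2 FCs of 1.52 (adjusted p = 2.5e-07) and 2.43 (adjusted p = 3.6e-15). All 34 CA1 libraries were above the CA3 and DG medians of Htr1b.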

At the pathway level, those genes with higher expression in CA1 exhibited enrichment for Neuroactive ligand-receptor interaction, including *Nts* (neurotensin), *Htr1b* (5-hydroxytryptamine receptor 1B) and *Gpr161* (G Protein-Coupled Receptor 161).

For subfield CA3, we observed increased expression of genes linked to processes involving potassium channel activity in both ToppGene (Potassium channels, Voltage gated potassium channels) and DAVID enrichment analysis (GO:0071805 Potassium ion transmembrane transport). 

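The 12 genes of the REACTOME potassium channel list had a median log2 FC of CA3 of -0.55 against CA1 and -0.89 against DG, and the 7 genes of its voltage-gated subset had -0.60 and -0.91. In the REACTOME list, 4 genes were higher and 6 lower in CA3 than in CA1 at adjusted p under 0.05. Against DG, 3 were higher and 8 lower. The 12 genes of the DAVID list for potassium ion transmembrane transport had the same medians as the REACTOME list. The medians stayed negative under all 12 alternatives, and those of the REACTOME list were -0.13 and -0.28 in the R9 series alone and -0.72 and -1.09 in the R1-R2 series alone.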

Potassium channels are central to intrinsic excitability in region CA3 of the hippocampus, which is highly vulnerable to cell death due to seizure activity (Ben-Ari, 1985; Cooper, 2012). Indeed, many of the top overexpressed genes (*Mmp3, Pagl1Zac1, Galr1, Glra1*, and *Nk3r*) are regulated by neural activity and linked to epiletogenesis of the hippocampus (Elmslie and Gardiner, 1995; Valente et al., 2004; Mazarati et al., 2006; McColl et al., 2006; Dubey et al., 2017).

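Plagl1 (ENSRNOG00000025587; written with its alias Zac1) had 21.5 ± 13.3, 122 ± 81.7 and 45.8 ± 26.7 normalized counts in CA1, CA3 and DG (SD, n = 34), with log2 FCs of -2.44 for CA1 against CA3 (adjusted p = 1.1e-09) and 1.20 for CA3 against DG (adjusted p = 0.00141, not under 0.05 in the R9 series alone). Galr1 (ENSRNOG00000016654) had 18.2 ± 15.4, 59.6 ± 51.3 and 10.9 ± 11.3, with -1.53 (adjusted p = 0.000721, not under 0.05 in the R1-R2 series alone) and 2.21 (adjusted p = 2.8e-07). Glra1 (ENSRNOG00000013588) had 4.83 ± 5.33, 9.51 ± 7.93 and 2.63 ± 3.19. Its log2 FC for CA1 against CA3 was -0.74 (adjusted p = 0.0811), under 0.05 with edgeR (0.0374) and DESeq2 (0.0265) on the recovered reads and with a pseudocount of 5, and that for CA3 against DG was 1.52 (adjusted p = 3.0e-05, not under 0.05 in the R9 series alone). Tacr3 (ENSRNOG00000009372), the gene for Nk3r, had 61.5 ± 44.4, 124 ± 76.1 and 25.0 ± 27.9, with -1.13 (adjusted p = 0.0149) and 2.74 (adjusted p = 2.4e-10). The first of these was -2.11 in the R9 series and -0.25 in the R1-R2 series, where it was not past the threshold.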

Enrichment analysis of genes that are highly expressed in the DG relative to other subfields indicated that the most significant processes were “Axon guidance” (KEGG) and “Neural crest cell migration” (GO:0001755). In general, the genes and the biological processes detected as enriched in the DG may be due to the known neurogenesis activity in this subfield. 

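Msx3 (ENSRNOG00000046776), with a mean under 5, had 3.19 ± 3.06 normalized counts in CA1, 2.06 ± 3.53 in CA3 and 6.59 ± 4.02 in DG (SD, n = 34). Without the filter on low values its log2 FC was -0.97 for CA1 against DG (SE 0.27, adjusted p = 0.00482) and -1.67 for CA3 against DG (SE 0.27, adjusted p = 5.0e-07).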

In the DG, the top genes overexpressed with respect the other regions included *Bhlhe23* (basic helix-loop-helix family member E23) and *Msx3* (msh like homeobox 3), which are involved in neurogenesis and specification of neuronal subtype (Bramblett et al., 2004; Liu et al., 2004; Hesse et al., 2011). *EphA8* (EPH receptor A8), a member of the ephrin receptor subfamily and *C1ql2* (complement C1q like 2) are implicated in neurite growth and establishing synaptic connections (Buchser et al., 2010; Iijima et al., 2010). 

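Epha8 (ENSRNOG00000013036) had 645 ± 289 normalized counts in CA1, 292 ± 272 in CA3 and 1188 ± 596 in DG (SD, n = 34), with log2 FCs of -0.89 for CA1 against DG (SE 0.20, adjusted p = 0.000189) and -2.33 for CA3 against DG (SE 0.20, adjusted p = 1.2e-17). The first was -0.32 in the R9 series, not past the threshold, and -1.40 in the R1-R2 series.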

*Plk5* (polo like kinase 5) modulates the formation of neuritic processes upon stimulation of the brain-derived neurotrophic factor (BDNF)/nerve growth factor (NGF)-Ras pathway in neurons (de Carcer et al., 2011). 

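Bdnf (ENSRNOG00000047466) had 326 ± 126 normalized counts in CA1, 300.0 ± 111 in CA3 and 633 ± 183 in DG (SD, n = 34). Its log2 FC was -1.0 for CA1 against DG (SE 0.13, adjusted p = 1.6e-09) and -1.11 for CA3 against DG (SE 0.13, adjusted p = 3.5e-11). All 34 CA1 and 34 CA3 libraries were below the DG median, and the log2 FCs were -1.03 and -1.11 in the R9 series and -0.97 and -1.12 in the R1-R2 series.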

Interestingly, we also found *Bdnf* specifically overexpressed in this subfield (average FC = 0.948).

### Subfield vulnerability to aging

It is likely that regional differences in transcription during aging are associated with differences in connectivity and molecular make-up of each subfield. For example, relative to CA3 pyramidal neurons, CA1 pyramidal neurons are more sensitive to metabolic perturbations (Jackson et al., 2009). Blalock and associates have suggested that metabolic changes precede neuroinflammation and have linked increased vulnerability of gene changes in CA1, relative to CA3, to biomarkers of metabolic syndrome in nonhuman primates (Blalock et al., 2010). In considering the increase in age-related shift in transcription in the DG, it is important to note that neurogenesis in the DG exhibits a robust decline between adult and middle-age (Kuhn et al., 1996; Lemaire et al., 2000; Driscoll et al., 2006). Similarly, the rat DG exhibits a loss of perforant path input (Geinisman, 1979; Barnes and McNaughton, 1980), and loss of neuronal connections underlie the altered expression of genes related to cell-cell adhesion or axon guidance and increased markers of inflammation (Ianov et al., 2016). Interestingly, older memory-impaired humans also show reduced white matter volume in the vicinity of the major axon input pathway to the hippocampus, the perforant pathway (Rogalski et al., 2012). Thus, while we observed that the DG exhibits robust changes in transcription during aging, it remains to be discovered how these changes specifically relate to DG function and to anatomical or physiological changes associated with aging. The subfield-specific changes observed in activity of the human dentate gyrus/CA3 region, however, does suggest that these alterations occur across species, and may contribute to memory deficits during aging in humans and other animals (Yassa et al., 2011).

Consistent with a number of previous studies, we observed that brain aging was associated with an increase in markers of neuroinflammation including expression of immune response genes (Rowe et al., 2007; Kadish et al., 2009; Blalock et al., 2010; Zeier et al., 2011; Cribbs et al., 2012; Ianov et al., 2016). 

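Gfap (ENSRNOG00000002919) had log2 FCs in aged against young rats of 0.56 in CA1, 0.45 in CA3 and 0.51 in DG, with unadjusted two-sided p of 0.000146, 0.00754 and 5.7e-05. C3 (ENSRNOG00000046834) had 0.78, 0.77 and 0.87 (p = 0.00154, 0.000338 and 9.4e-05). Neither passed adjustment over all genes in any subfield, but with the identifier series as a covariate Gfap passed in CA1 (adjusted p = 0.0172) and DG (0.0481) and C3 in DG (0.000906), and with DESeq2 on the recovered reads both passed in DG (0.0111 and 0.0275). C4b had 0.67 in CA3 (p = 0.0683), where 1 young rat lay far above the others, and 0.94 in DG (adjusted p = 0.0116), which did not pass in the fit of 9 groups (0.478), with AU (0.132) or AI (0.120) rats alone against young rats, or in the R9 (0.341) and R1-R2 (0.436) series alone. Ctsd (ENSRNOG00000020206) had 0.19, 0.10 and 0.22 (p = 0.132, 0.434 and 0.0199), with 1 young rat in CA1 far above the others. Ctsz (ENSRNOG00000050697) had 0.41, 0.41 and 0.70, with adjusted p of 0.0461 in DG that was above 0.05 without the filter on low values (0.077), in the fit of 9 groups (0.923), with AU (0.211) or AI (0.135) rats alone against young rats, and in the R9 (0.341) and R1-R2 series alone. Laptm5 (ENSRNOG00000011054) had 0.29, 0.20 and 0.44, Dnase2 (ENSRNOG00000023830) had 0.55, 0.16 and 0.41, and Fcgr2b (ENSRNOG00000046452) had 0.50, 0.59 and 0.50. Ncf1 (ENSRNOG00000001480) had 0.35, 0.42 and 0.30, with 1 young rat in DG far below the others. Each of these genes had a positive log2 FC in both identifier series in all 3 subfields.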

Typical genes include *Gfap*, complement genes (*C3, C4b*), and genes associated with antigen processing through the lysosome (*Cd74, Ctsd, Ctsz, Laptm5, Dnase2*) or phagosome (*Fcgr2b, Ncf1*). In the current study, the DG region showed the highest number of gene changes related to the age of the animal. This is in contrast to previous microarray studies, which suggest that for BNxF344 rats examined between middle-age (12–18) and advanced age (26–28 months), region CA1 is more vulnerable than DG (Zeier et al., 2011; Masser et al., 2014). In this case the differences likely relate to the animal model, age of onset for gene changes, and differences in the age range examined (Ianov et al., 2016). In F344 rats, for ages similar to those employed in the current study (5–6 and 17–22 months), the CA1 region of older animals exhibited relatively smaller transcriptional changes compared to the prefrontal cortex and white matter (Ianov et al., 2016). Similarly, a decline in interneuron markers occurs in all hippocampal regions from adult to middle-age in F344 rats and the decline is observed in CA1 but not the DG when analysis is limited to middle-age and aged BNxF344 rats (Shi et al., 2004; Stanley and Shetty, 2004). Thus, one possibility is that changes in the DG emerge earlier than in CA1, minimizing age-related changes between middle-age and older animals. Alternatively, we have observed that the majority of gene changes in region CA1 of F344 rats occurs between adult and middle-age (Blalock et al., 2010), suggesting possible species differences.

The increase in immune response genes suggests activation of astrocytes and microglia. However, it is important to note that the age-related increase in expression of inflammation genes does not necessarily predict memory impairment or the stage of neurodegeneration (Blalock et al., 2003; Cribbs et al., 2012). In the case of neurodegeneration, neuroinflammation may initially have beneficial and neuroprotective effects (Chakrabarty et al., 2010; Streit et al., 2014; Sochocka et al., 2017). Glial activation during aging is associated with a decline in synaptic density (Rozovsky et al., 2005) and the ability to maintain or form new synapses may underlie resiliency in the face of aging or neurodegenerative disease (Arnold et al., 2013; Ianov et al., 2016, 2017).

### Genes associated with impaired episodic memory

The identification and specificity of genes related to cognition is a function of the brain region sampled and the type of cognitive process examined (Ianov et al., 2016). In the current study, within each region, more genes were correlated with episodic memory scores relative to sensory-motor performance on the cue discrimination task, suggesting specificity of gene changes. While the hippocampus is required for spatial memory, different hippocampal-dependent processes depend on specific regional and molecular mechanisms. For example, the DG is involved in spatial pattern separation and region CA1 with memory for topological relationships in space (Kesner et al., 2004; Goodrich-Hunsaker et al., 2008; Kesner and Rolls, 2015). Thus, if the task had focused on spatial pattern separation we would expect a greater correspondence between behavior and transcription in the DG. Regardless, aging of the DG likely contributes to impaired spatial episodic memory. While no functional gene clusters were observed, several of the DG genes that were down regulated in impaired animals (*Bcl6, Crim1, Dapk1, Mtss1, Oas1a*) have been linked to cell growth/apoptosis and neurogenesis or neuronal development.

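In DG of AI against AU rats (SD, n = 12 each), Bcl6 (ENSRNOG00000001843) had 440.4 ± 93.1 and 513 ± 80.1 normalized counts, a log2 FC of -0.23 (one-sided p = 0.0199). Crim1 (ENSRNOG00000004208) had 539.5 ± 85.6 and 624 ± 127, a log2 FC of -0.20 (one-sided p = 0.0331), and Dapk1 (ENSRNOG00000018198) had 1502 ± 323 and 1816 ± 311, a log2 FC of -0.29 (one-sided p = 0.0113). Mtss1 (ENSRNOG00000009001) had 843 ± 83.9 and 735 ± 95.4, a log2 FC of 0.20 (two-sided p = 0.0148), with 11 of 12 AI rats above the AU median. Oas1a (ENSRNOG00000001369) had 13.5 ± 4.84 and 22.5 ± 22.6, a log2 FC of -0.39 (one-sided p = 0.140), with 0.28 in the R9 series and -0.99 in the R1-R2 series.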

The results on CA1 transcriptional changes associated with cognitive decline are in confirmation of previous studies employing microarray technology, which indicate that impaired cognition is associated with altered expression of synaptic genes, genes involved in Ca^2+^ regulation, and glutamatergic synapses (Toescu et al., 2004; Burger, 2010; Uddin and Singh, 2013; Volk et al., 2015). However, rarely are the same genes observed to change in the same direction across studies. The difference may be due to different cognitive processes examined including reference memory and episodic memory, differences in ages, and the time after behavioral training in which transcription is examined. Previous work has established that Ca^2+^ dysregulation and impaired Ca^2+^-dependent synaptic plasticity in region CA1 is associated with poor performance on episodic spatial memory (Landfield, 1988; Foster and Norris, 1997; Foster, 1999, 2007; Burke and Barnes, 2010; Oh and Disterhoft, 2010) and these processes are influenced by behavioral training. We examined transcription 2 weeks after testing. Thus, the differences observed here are not likely due to differential response to training and may represent an underlying and chronic shift in transcription for this region. In our experiments, the changes in expression of genes involved in the glutamatergic synapses in aging are concordant with the evidence that P301L tau expression increased hippocampal glutamate release and decreased glutamate uptake, and these alterations in glutamate signaling correlated with cognitive deficits in the hippocampal-dependent Barnes maze task (Hunsberger et al., 2015).

Finally, it is important to point out the advantages or disadvantages of the experimental design. The current study was conducted across multiple testing sites and employed two different methods for transcriptional analysis. The advantage of multiple testing sites includes the ability to pool data across sites. However, there is the challenge of equating data due to differences in hardware or protocols. Episodic memory is sensitive to age-related cognitive decline across species; however, there is considerable variability in cognition with advancing age. Furthermore, aged animals can exhibit sensory-motor impairment and acquire the procedural aspects of the task much more slowly than young animals, which could influence the validity of cognitive measures. Thus, in the current study possible sensory-motor and procedural learning contributions to behavior on the spatial task were controlled by first testing the animals on the cue discrimination task. Characterization of spatial episodic memory was based on a DI score, which would tend to standardize scores for animals tested on mazes of different sizes. The testing procedure and use of a DI score likely contributed to the good correspondence of behavioral results across the different testing sites, such that all young animals performed above chance (DI score = 0) and approximately half the aged animals at each site exhibited impaired performance. Finally, behavior on the spatial task was not related to behavior on the cue discrimination task.

Due to the large numbers of transcripts examined, the possibility of false positives or false negatives should be controlled. In order to reduce the instance of false discovery we were able to increase the power of the analysis by pooling a relatively large number of animals that were tested across the two sites (young = 10; aged unimpaired = 12; aged impaired = 12). In addition, it is advised that transcriptional profiling studies should use another method to confirm suspected changes. Each method has its benefits and limitations and there are major differences in the nature of the approaches. In the current study, we have taken advantage of two different next-generation platforms, Illumina fluorescent labeling and Ion Proton semiconductor measures of proton release, to confirm differential expression of thousands of genes (Kusko et al., 2014; Li et al., 2015; Reuter et al., 2015). Consistent with previous reports, we observed a good concordance in the gene counts between the different platforms (R = 0.909), increasing the confidence in the observed transcriptional changes. We now expand this idea by showing considerable concordance between the two platforms in detecting differences in expression. Thus, coefficients for the Log2 FC between the two platforms across regions was highly significant (Figure 2B), with the correlation coefficients ranging from 0.776 (CA1 vs. CA3) to 0.836 (CA3 vs DG). Indeed, for genes that changed in relation to age or cognitive function, the probability of false discovery across the platforms was generally <2.0^−3^.

## Conclusion

The two next-generation sequencing platforms were able to validate variability in gene expression associated with several variables. Due to the high number of specific genes detected in each subfield, our findings confirm previous studies conducted on the same hippocampal subfields in other animal models with the microarray technology, demonstrating a correspondence between cytoarchitectural boundaries, transcriptome distribution, and underlying differences in physiology and vulnerability to insults (Datson et al., 2004; Lein et al., 2004; Newrzella et al., 2007). The results confirm that brain aging is associated with increased expression of genes linked to the immune response; however, we noted regional differences with more robust changes observed in the DG. Finally, the literature suggests several physiological and transcriptional processes that may underlie cognitive decline; however, there is considerable diversity in the literature concerning which specific genes are altered. Our results confirm that cognitive decline is associated with differential expression of CA1 genes linked to Ca^2+^ homeostasis and synaptic plasticity. Furthermore, due to the time between testing and examination of transcription, we would suggest that these changes represent an underlying and chronic shift in transcription.

## Author contributions

LI performed experiments, analyzed data, wrote the manuscript, and constructed figures; AR, MC, AS, and AJK, performed experiments; AK and IP performed experiments, contributed in writing the manuscript and figures. MD analyzed data and constructed figures. MH and TF designed the experiments, analyzed the data, constructed figures, wrote the manuscript. JD, CB, and JS designed the experiments, contributed to the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] ArnoldS. E.LounevaN.CaoK.WangL. S.HanL. Y.WolkD. A.. (2013). Cellular, synaptic, and biochemical features of resilient cognition in Alzheimer's disease. Neurobiol. Aging 34, 157–168. 10.1016/j.neurobiolaging.2012.03.00422554416PMC3478410

[B2] BarnesC. A.McNaughtonB. L. (1980). Physiological compensation for loss of afferent synapses in rat hippocampal granule cells during senescence. J. Physiol. 309, 473–485. 10.1113/jphysiol.1980.sp0135217252877PMC1274597

[B3] BeanL. A.KumarA.RaniA.GuidiM.RosarioA. M.CruzP. E.. (2015). Re-opening the critical window for estrogen therapy. J. Neurosci. 35, 16077–16093. 10.1523/JNEUROSCI.1890-15.201526658861PMC4682778

[B4] Ben-AriY. (1985). Limbic seizure and brain damage produced by kainic acid: mechanisms and relevance to human temporal lobe epilepsy. Neuroscience 14, 375–403. 10.1016/0306-4522(85)90299-42859548

[B5] BerronD.ViewegP.HochkepplerA.PlutaJ. B.DingS. L.MaassA.. (2017). A protocol for manual segmentation of medial temporal lobe subregions in 7 Tesla MRI. Neuroimage Clin. 15, 466–482. 10.1016/j.nicl.2017.05.02228652965PMC5476466

[B6] BlalockE. M.ChenK. C.SharrowK.HermanJ. P.PorterN. M.FosterT. C.. (2003). Gene microarrays in hippocampal aging: statistical profiling identifies novel processes correlated with cognitive impairment. J. Neurosci. 23, 3807–3819. 1273635110.1523/JNEUROSCI.23-09-03807.2003PMC6742177

[B7] BlalockE. M.GrondinR.ChenK. C.ThibaultO.ThibaultV.PandyaJ. D.. (2010). Aging-related gene expression in hippocampus proper compared with dentate gyrus is selectively associated with metabolic syndrome variables in rhesus monkeys. J. Neurosci. 30, 6058–6071. 10.1523/JNEUROSCI.3956-09.201020427664PMC3155249

[B8] BramblettD. E.PennesiM. E.WuS. M.TsaiM. J. (2004). The transcription factor Bhlhb4 is required for rod bipolar cell maturation. Neuron 43, 779–793. 10.1016/j.neuron.2004.08.03215363390

[B9] BuchserW. J.SlepakT. I.Gutierrez-ArenasO.BixbyJ. L.LemmonV. P. (2010). Kinase/phosphatase overexpression reveals pathways regulating hippocampal neuron morphology. Mol. Syst. Biol. 6:391. 10.1038/msb.2010.5220664637PMC2925531

[B10] BurgerC. (2010). Region-specific genetic alterations in the aging hippocampus: implications for cognitive aging. Front. Aging Neurosci. 2:140. 10.3389/fnagi.2010.0014021048902PMC2967426

[B11] BurkeS. N.BarnesC. A. (2010). Senescent synapses and hippocampal circuit dynamics. Trends Neurosci. 33, 153–161. 10.1016/j.tins.2009.12.00320071039PMC3076741

[B12] CansinoS. (2009). Episodic memory decay along the adult lifespan: a review of behavioral and neurophysiological evidence. Int. J. Psychophysiol. 71, 64–69. 10.1016/j.ijpsycho.2008.07.00518725253

[B13] ChakrabartyP.Jansen-WestK.BeccardA.Ceballos-DiazC.LevitesY.VerbeeckC.. (2010). Massive gliosis induced by interleukin-6 suppresses Abeta deposition *in vivo*: evidence against inflammation as a driving force for amyloid deposition. FASEB J. 24, 548–559. 10.1096/fj.09-14175419825975PMC3083918

[B14] ChapmanT. R.BarrientosR. M.AhrendsenJ. T.HooverJ. M.MaierS. F.PattersonS. L. (2012). Aging and infection reduce expression of specific brain-derived neurotrophic factor mRNAs in hippocampus. Neurobiol. Aging 33:832 e1–14. 10.1016/j.neurobiolaging.2011.07.01521907460PMC3237944

[B15] ChawlaM. K.PennerM. R.OlsonK. M.SutherlandV. L.Mittelman-SmithM. A.BarnesC. A. (2013). Spatial behavior and seizure-induced changes in c-fos mRNA expression in young and old rats. Neurobiol. Aging 34, 1184–1198. 10.1016/j.neurobiolaging.2012.10.01723158763PMC3665155

[B16] CooperE. C. (2012). Potassium Channels (including KCNQ) and Epilepsy, in Jasper's Basic Mechanisms of the Epilepsies, eds NoebelsJ. L.AvoliM.RogawskiM.OlsenR.Delgado-EscuetaA. (Bethesda, MD: National Center for Biotechnology Information (US)).22787644

[B17] CraftS.FosterT. C.LandfieldP. W.MaierS. F.ResnickS. M.YaffeK. (2012). Session III: mechanisms of age-related cognitive change and targets for intervention: inflammatory, oxidative, and metabolic processes. J. Gerontol. A Biol. Sci. Med. Sci. 67, 754–759. 10.1093/gerona/gls11222570133PMC3536547

[B18] CribbsD. H.BerchtoldN. C.PerreauV.ColemanP. D.RogersJ.TennerA. J.. (2012). Extensive innate immune gene activation accompanies brain aging, increasing vulnerability to cognitive decline and neurodegeneration: a microarray study. J. Neuroinflammation 9:179. 10.1186/1742-2094-9-17922824372PMC3419089

[B19] DatsonN. A.MeijerL.SteenbergenP. J.MorsinkM. C.van der LaanS.MeijerO. C.. (2004). Expression profiling in laser-microdissected hippocampal subregions in rat brain reveals large subregion-specific differences in expression. Eur. J. Neurosci. 20, 2541–2554. 10.1111/j.1460-9568.2004.03738.x15548198

[B20] DaughertyA. M.BenderA. R.YuanP.RazN. (2016). Changes in search path complexity and length during learning of a virtual water maze: age differences and differential associations with hippocampal subfield volumes. Cereb. Cortex 26, 2391–2401. 10.1093/cercor/bhv06125838036PMC4869801

[B21] de CárcerG.EscobarB.HigueroA. M.GarcíaL.AnsónA.PérezG.. (2011). Plk5, a polo box domain-only protein with specific roles in neuron differentiation and glioblastoma suppression. Mol. Cell. Biol. 31, 1225–1239. 10.1128/MCB.00607-1021245385PMC3067912

[B22] DriscollI.HowardS. R.StoneJ. C.MonfilsM. H.TomanekB.BrooksW. M.. (2006). The aging hippocampus: a multi-level analysis in the rat. Neuroscience 139, 1173–1185. 10.1016/j.neuroscience.2006.01.04016564634

[B23] DrögeW.SchipperH. M. (2007). Oxidative stress and aberrant signaling in aging and cognitive decline. Aging Cell. 6, 361–370. 10.1111/j.1474-9726.2007.00294.x17517043PMC1974775

[B24] DubeyD.McRaeP. A.Rankin-GeeE. K.BaranovE.WandreyL.RogersS.. (2017). Increased metalloproteinase activity in the hippocampus following status epilepticus. Epilepsy Res. 132, 50–58. 10.1016/j.eplepsyres.2017.02.02128292736PMC6690398

[B25] ElmslieF.GardinerM. (1995). Genetics of the epilepsies. Curr. Opin. Neurol. 8, 126–129. 10.1097/00019052-199504000-000077620586

[B26] FosterT. C. (1999). Involvement of hippocampal synaptic plasticity in age-related memory decline. Brain Res. Brain Res. Rev. 30, 236–249. 10.1016/S0165-0173(99)00017-X10567726

[B27] FosterT. C. (2006). Biological markers of age-related memory deficits: treatment of senescent physiology. CNS Drugs 20, 153–166. 10.2165/00023210-200620020-0000616478290

[B28] FosterT. C. (2007). Calcium homeostasis and modulation of synaptic plasticity in the aged brain. Aging Cell 6, 319–325. 10.1111/j.1474-9726.2007.00283.x17517041

[B29] FosterT. C. (2012). Dissecting the age-related decline on spatial learning and memory tasks in rodent models: N-methyl-D-aspartate receptors and voltage-dependent Ca^2+^ channels in senescent synaptic plasticity. Prog. Neurobiol. 96, 283–303. 10.1016/j.pneurobio.2012.01.00722307057PMC3307831

[B30] FosterT. C.BarnesC. A.RaoG.McNaughtonB. L. (1991). Increase in perforant path quantal size in aged F-344 rats. Neurobiol. Aging 12, 441–448. 10.1016/0197-4580(91)90071-Q1770978

[B31] FosterT. C.NorrisC. M. (1997). Age-associated changes in Ca(2+)-dependent processes: relation to hippocampal synaptic plasticity. Hippocampus 7, 602–612. 10.1002/(SICI)1098-1063(1997)7:6<602::AID-HIPO3>3.0.CO2-G9443057

[B32] FraserH. B.KhaitovichP.PlotkinJ. B.PääboS.EisenM. B. (2005). Aging and gene expression in the primate brain. PLoS Biol. 3:e274. 10.1371/journal.pbio.003027416048372PMC1181540

[B33] GeinismanY. (1979). Loss of axosomatic synapses in the dentate gyrus of aged rats. Brain Res. 168, 485–492. 10.1016/0006-8993(79)90304-4435979

[B34] Goodrich-HunsakerN. J.HunsakerM. R.KesnerR. P. (2008). The interactions and dissociations of the dorsal hippocampus subregions: how the dentate gyrus, CA3, and CA1 process spatial information. Behav. Neurosci. 122, 16–26. 10.1037/0735-7044.122.1.1618298245

[B35] GrayD. T.BarnesC. A. (2015). Distinguishing adaptive plasticity from vulnerability in the aging hippocampus. Neuroscience 309, 17–28. 10.1016/j.neuroscience.2015.08.00126255677PMC4630086

[B36] HabermanR. P.ColantuoniC.KohM. T.GallagherM. (2013). Behaviorally activated mRNA expression profiles produce signatures of learning and enhanced inhibition in aged rats with preserved memory. PLoS ONE 8:e83674. 10.1371/journal.pone.008367424349543PMC3862806

[B37] HesseK.VaupelK.KurtS.BuettnerR.KirfelJ.MoserM. (2011). AP-2delta is a crucial transcriptional regulator of the posterior midbrain. PLoS ONE 6:e23483. 10.1371/journal.pone.002348321858141PMC3153493

[B38] HunsbergerH. C.RudyC. C.BattenS. R.GerhardtG. A.ReedM. N. (2015). P301L tau expression affects glutamate release and clearance in the hippocampal trisynaptic pathway. J. Neurochem. 132, 169–182. 10.1111/jnc.1296725319522PMC4302046

[B39] IanovL.RaniA.BeasB. S.KumarA.FosterT. C. (2016). Transcription profile of aging and cognition-related genes in the medial prefrontal cortex. Front. Aging Neurosci. 8:113. 10.3389/fnagi.2016.0011327242522PMC4868850

[B40] IanovL.RivaA.KumarA.FosterT. C. (2017). DNA methylation of synaptic genes in the prefrontal cortex is associated with aging and age-related cognitive impairment. Front. Aging Neurosci. 9:249. 10.3389/fnagi.2017.0024928824413PMC5539085

[B41] IijimaT.MiuraE.WatanabeM.YuzakiM. (2010). Distinct expression of C1q-like family mRNAs in mouse brain and biochemical characterization of their encoded proteins. Eur. J. Neurosci. 31, 1606–1615. 10.1111/j.1460-9568.2010.07202.x20525073

[B42] IvanovaO. Y.DobryakovaY. V.SalozhinS. V.AniolV. A.OnufrievM. V.GulyaevaN. V.. (2016). Lentiviral modulation of Wnt/beta-catenin signaling affects *in vivo* LTP. Cell Mol. Neurobiol. 37, 1227–1241. 10.1007/s10571-016-0455-z28012021PMC11482074

[B43] JacksonT. C.RaniA.KumarA.FosterT. C. (2009). Regional hippocampal differences in AKT survival signaling across the lifespan: implications for CA1 vulnerability with aging. Cell Death Differ. 16, 439–448. 10.1038/cdd.2008.17119039330PMC2680608

[B44] JessriM.FarahC. S. (2014). Next generation sequencing and its application in deciphering head and neck cancer. Oral Oncol. 50, 247–253. 10.1016/j.oraloncology.2013.12.01724440145

[B45] KadishI.ThibaultO.BlalockE. M.ChenK. C.GantJ. C.PorterN. M.. (2009). Hippocampal and cognitive aging across the lifespan: a bioenergetic shift precedes and increased cholesterol trafficking parallels memory impairment. J. Neurosci. 29, 1805–1816. 10.1523/JNEUROSCI.4599-08.200919211887PMC2661568

[B46] KesnerR. P.LeeI.GilbertP. (2004). A behavioral assessment of hippocampal function based on a subregional analysis. Rev. Neurosci. 15, 333–351. 10.1515/REVNEURO.2004.15.5.33315575490

[B47] KesnerR. P.RollsE. T. (2015). A computational theory of hippocampal function, and tests of the theory: new developments. Neurosci. Biobehav. Rev. 48, 92–147. 10.1016/j.neubiorev.2014.11.00925446947

[B48] KuhnH. G.Dickinson-AnsonH.GageF. H. (1996). Neurogenesis in the dentate gyrus of the adult rat: age-related decrease of neuronal progenitor proliferation. J. Neurosci. 16, 2027–2033. 860404710.1523/JNEUROSCI.16-06-02027.1996PMC6578509

[B49] KuskoR.LeClercA.SwahnS.LenburgM.SpiraA. (2014). Comparison of illumina and ion torrent RNA-sequencing and microarray-based approaches for profiling the transcriptome. J. Biomol. Tech. 25, S14.

[B50] LandfieldP. W. (1988). Hippocampal neurobiological mechanisms of age-related memory dysfunction. Neurobiol. Aging 9, 571–579. 10.1016/S0197-4580(88)80116-73062468

[B51] LeinE. S.ZhaoX.GageF. H. (2004). Defining a molecular atlas of the hippocampus using DNA microarrays and high-throughput *in situ* hybridization. J. Neurosci. 24, 3879–3889. 10.1523/JNEUROSCI.4710-03.200415084669PMC6729356

[B52] LemaireV.KoehlM.Le MoalM.AbrousD. N. (2000). Prenatal stress produces learning deficits associated with an inhibition of neurogenesis in the hippocampus. Proc. Natl. Acad. Sci. U.S.A. 97, 11032–11037. 10.1073/pnas.97.20.1103211005874PMC27143

[B53] LiW.TurnerA.AggarwalP.MatterA.StorvickE.ArnettD. K.. (2015). Comprehensive evaluation of AmpliSeq transcriptome, a novel targeted whole transcriptome RNA sequencing methodology for global gene expression analysis. BMC Genomics 16:1069. 10.1186/s12864-015-2270-126673413PMC4681149

[B54] LiuY.HelmsA. W.JohnsonJ. E. (2004). Distinct activities of Msx1 and Msx3 in dorsal neural tube development. Development 131, 1017–1028. 10.1242/dev.0099414973289

[B55] LuT.PanY.KaoS. Y.LiC.KohaneI.ChanJ.. (2004). Gene regulation and DNA damage in the ageing human brain. Nature 429, 883–891. 10.1038/nature0266115190254

[B56] MaassA.SchützeH.SpeckO.YonelinasA.TempelmannC.HeinzeH. J.. (2014). Laminar activity in the hippocampus and entorhinal cortex related to novelty and episodic encoding. Nat. Commun. 5, 5547. 10.1038/ncomms654725424131PMC4263140

[B57] MasserD. R.BixlerG. V.BrucklacherR. M.YanH.GilesC. B.WrenJ. D.. (2014). Hippocampal subregions exhibit both distinct and shared transcriptomic responses to aging and nonneurodegenerative cognitive decline. J. Gerontol. A Biol. Sci. Med. Sci. 69, 1311–1324. 10.1093/gerona/glu09124994846PMC4271093

[B58] MazaratiA.LundströmL.SollenbergU.ShinD.LangelU.SankarR. (2006). Regulation of kindling epileptogenesis by hippocampal galanin type 1 and type 2 receptors: the effects of subtype-selective agonists and the role of G-protein-mediated signaling. J. Pharmacol. Exp. Ther. 318, 700–708. 10.1124/jpet.106.10470316699066

[B59] McCollC. D.JacobyA. S.ShineJ.IismaaT. P.BekkersJ. M. (2006). Galanin receptor-1 knockout mice exhibit spontaneous epilepsy, abnormal EEGs and altered inhibition in the hippocampus. Neuropharmacology 50, 209–218. 10.1016/j.neuropharm.2005.09.00116243364

[B60] MuellerS. G.WeinerM. W. (2009). Selective effect of age, Apo e4, and Alzheimer's disease on hippocampal subfields. Hippocampus 19, 558–564. 10.1002/hipo.2061419405132PMC2802542

[B61] NewrzellaD.PahlavanP. S.KrügerC.BoehmC.SorgenfreiO.SchröckH.. (2007). The functional genome of CA1 and CA3 neurons under native conditions and in response to ischemia. BMC Genomics 8:370. 10.1186/1471-2164-8-37017937787PMC2194787

[B62] OhM. M.DisterhoftJ. F. (2010). Cellular mechanisms for altered learning in aging. Future Neurol. 5, 147–155. 10.2217/fnl.09.7423525658PMC3606028

[B63] PennerM. R.RothT. L.ChawlaM. K.HoangL. T.RothE. D.LubinF. D.. (2011). Age-related changes in Arc transcription and DNA methylation within the hippocampus. Neurobiol. Aging 32, 2198–2210. 10.1016/j.neurobiolaging.2010.01.00920189687PMC2888808

[B64] ReuterJ. A.SpacekD. V.SnyderM. P. (2015). High-throughput sequencing technologies. Mol. Cell 58, 586–597. 10.1016/j.molcel.2015.05.00426000844PMC4494749

[B65] RogalskiE.StebbinsG. T.BarnesC. A.MurphyC. M.StoubT. R.GeorgeS.. (2012). Age-related changes in parahippocampal white matter integrity: a diffusion tensor imaging study. Neuropsychologia 50, 1759–1765. 10.1016/j.neuropsychologia.2012.03.03322561887PMC3576131

[B66] RollsE. T.KesnerR. P. (2006). A computational theory of hippocampal function, and empirical tests of the theory. Prog. Neurobiol. 79, 1–48. 10.1016/j.pneurobio.2006.04.00516781044

[B67] RönnlundM.NybergL.BäckmanL.NilssonL. G. (2005). Stability, growth, and decline in adult life span development of declarative memory: cross-sectional and longitudinal data from a population-based study. Psychol. Aging 20, 3–18. 10.1037/0882-7974.20.1.315769210

[B68] RoweW. B.BlalockE. M.ChenK. C.KadishI.WangD.BarrettJ. E.. (2007). Hippocampal expression analyses reveal selective association of immediate-early, neuroenergetic, and myelinogenic pathways with cognitive impairment in aged rats. J. Neurosci. 27, 3098–3110. 10.1523/JNEUROSCI.4163-06.200717376971PMC6672456

[B69] RozovskyI.WeiM.MorganT. E.FinchC. E. (2005). Reversible age impairments in neurite outgrowth by manipulations of astrocytic GFAP. Neurobiol. Aging 26, 705–715. 10.1016/j.neurobiolaging.2004.06.00915708446

[B70] ShiL.ArgentaA. E.WinseckA. K.Brunso-BechtoldJ. K. (2004). Stereological quantification of GAD-67-immunoreactive neurons and boutons in the hippocampus of middle-aged and old Fischer 344 x Brown Norway rats. J. Comp. Neurol. 478, 282–291. 10.1002/cne.2030315368530

[B71] SochockaM.DinizB. S.LeszekJ. (2017). Inflammatory response in the CNS: friend or foe? Mol. Neurobiol. 54, 8071–8089. 10.1007/s12035-016-0297-127889895PMC5684251

[B72] StanleyD. P.ShettyA. K. (2004). Aging in the rat hippocampus is associated with widespread reductions in the number of glutamate decarboxylase-67 positive interneurons but not interneuron degeneration. J. Neurochem. 89, 204–216. 10.1111/j.1471-4159.2004.02318.x15030405

[B73] StreitW. J.XueQ. S.BraakH.del TrediciK. (2014). Presence of severe neuroinflammation does not intensify neurofibrillary degeneration in human brain. Glia 62, 96–105. 10.1002/glia.2258924272705

[B74] ToescuE. C.VerkhratskyA.LandfieldP. W. (2004). Ca^2+^ regulation and gene expression in normal brain aging. Trends Neurosci. 27, 614–620. 10.1016/j.tins.2004.07.01015374673

[B75] UddinR. K.SinghS. M. (2013). Hippocampal gene expression meta-analysis identifies aging and age-associated spatial learning impairment (ASLI) genes and pathways. PLoS ONE 8:e69768. 10.1371/journal.pone.006976823874995PMC3715497

[B76] UttlB.GrafP. (1993). Episodic spatial memory in adulthood. Psychol. Aging 8, 257–273. 10.1037/0882-7974.8.2.2578323729

[B77] ValenteT.DomínguezM. I.BellmannA.JournotL.FerrerI.AuladellC. (2004). Zac1 is up-regulated in neural cells of the limbic system of mouse brain following seizures that provoke strong cell activation. Neuroscience 128, 323–336. 10.1016/j.neuroscience.2004.06.05615350644

[B78] Varela-NallarL.InestrosaN. C. (2013). Wnt signaling in the regulation of adult hippocampal neurogenesis. Front. Cell. Neurosci. 7:100. 10.3389/fncel.2013.0010023805076PMC3693081

[B79] VolkL.ChiuS. L.SharmaK.HuganirR. L. (2015). Glutamate synapses in human cognitive disorders. Annu. Rev. Neurosci. 38, 127–149. 10.1146/annurev-neuro-071714-03382125897873

[B80] WangF.DianaR. A. (2016). Temporal context processing within hippocampal subfields. Neuroimage 134, 261–269. 10.1016/j.neuroimage.2016.03.04827039142PMC4912848

[B81] WangX.ZaidiA.PalR.GarrettA. S.BracerasR.ChenX. W.. (2009). Genomic and biochemical approaches in the discovery of mechanisms for selective neuronal vulnerability to oxidative stress. BMC Neurosci. 10:12. 10.1186/1471-2202-10-1219228403PMC2677396

[B82] WisseL. E.AdlerD. H.IttyerahR.PlutaJ. B.RobinsonJ. L.SchuckT.. (2016). Comparison of *in vivo* and *ex vivo* MRI of the human hippocampal formation in the same subjects. Cereb. Cortex 27, 5185–5196. 10.1093/cercor/bhw29927664967PMC6075210

[B83] XuN.ZhouW. J.WangY.HuangS. H.LiX.ChenZ. Y. (2015). Hippocampal Wnt3a is necessary and sufficient for contextual fear memory acquisition and consolidation. Cereb. Cortex 25, 4062–4075. 10.1093/cercor/bhu12124904070PMC4626827

[B84] YassaM. A.MattfeldA. T.StarkS. M.StarkC. E. (2011). Age-related memory deficits linked to circuit-specific disruptions in the hippocampus. Proc. Natl. Acad. Sci. U.S.A. 108, 8873–8878. 10.1073/pnas.110156710821555581PMC3102362

[B85] YushkevichP. A.AmaralR. S.AugustinackJ. C.BenderA. R.BernsteinJ. D.BoccardiM.. (2015). Quantitative comparison of 21 protocols for labeling hippocampal subfields and parahippocampal subregions in *in vivo* MRI: towards a harmonized segmentation protocol. Neuroimage 111, 526–541. 10.1016/j.neuroimage.2015.01.00425596463PMC4387011

[B86] ZeierZ.MadorskyI.XuY.OgleW. O.NotterpekL.FosterT. C. (2011). Gene expression in the hippocampus: regionally specific effects of aging and caloric restriction. Mech. Ageing Dev. 132, 8–19. 10.1016/j.mad.2010.10.00621055414PMC3032012

# Supplementary material for: Hippocampal Transcriptomic Profiles: Subfield Vulnerability to Age and Cognitive Impairment
**Source:** Front Aging Neurosci. 2017 Dec 8;9:383. doi: 10.3389/fnagi.2017.00383

# Normalized counts

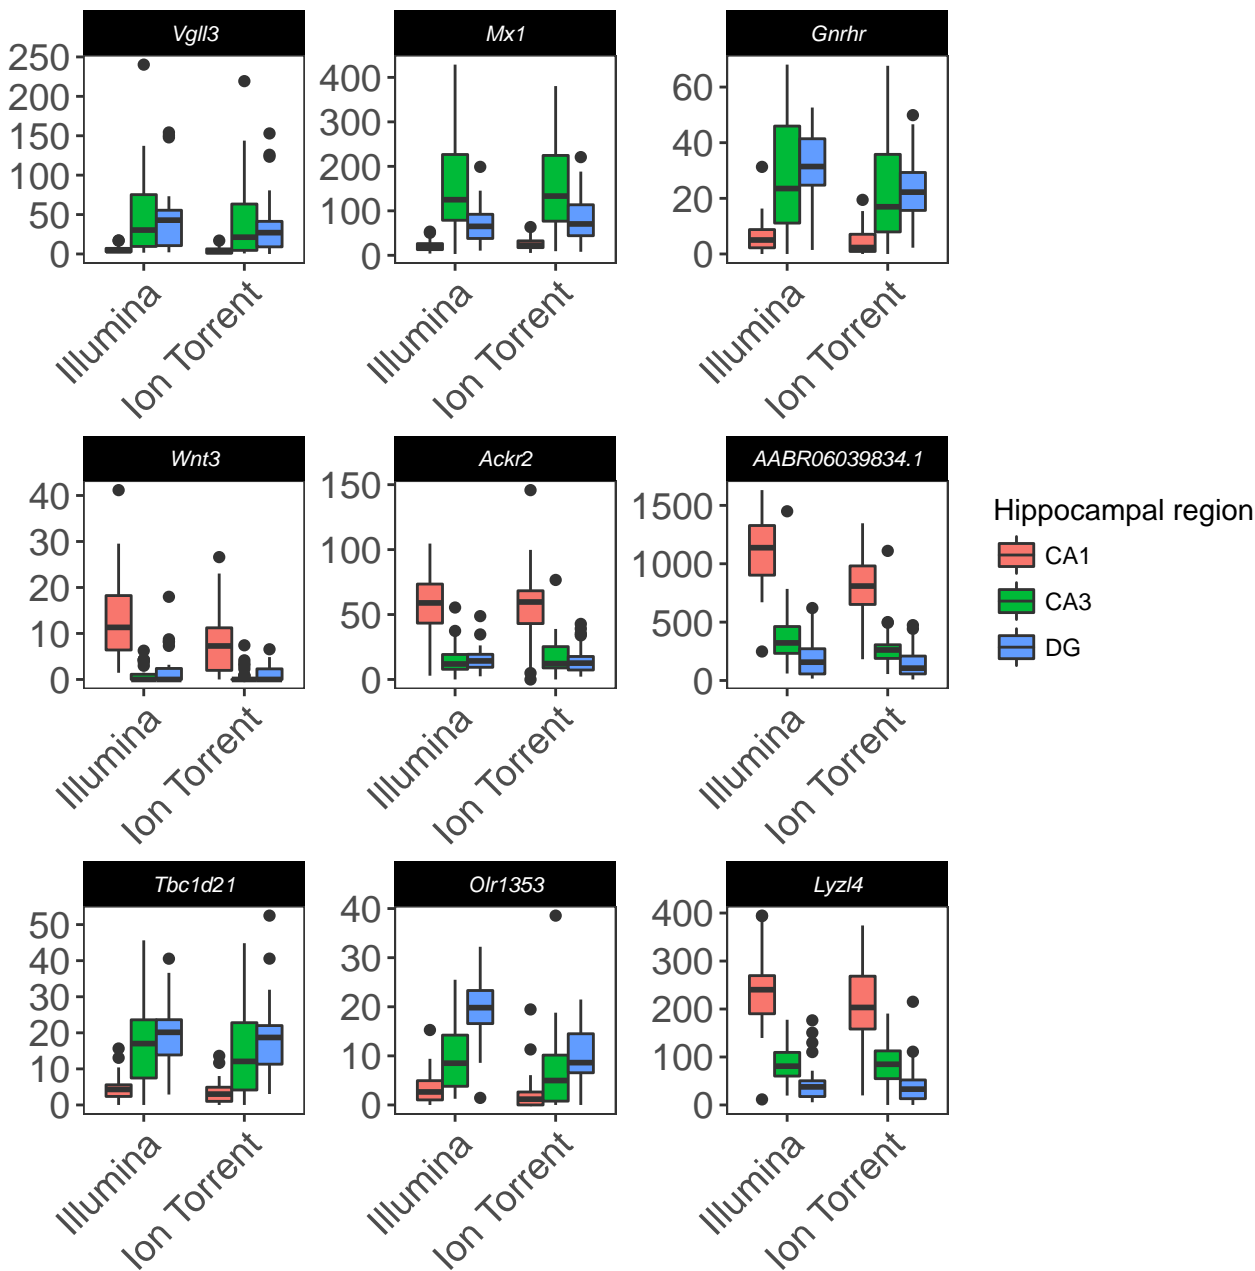

# Normalized counts

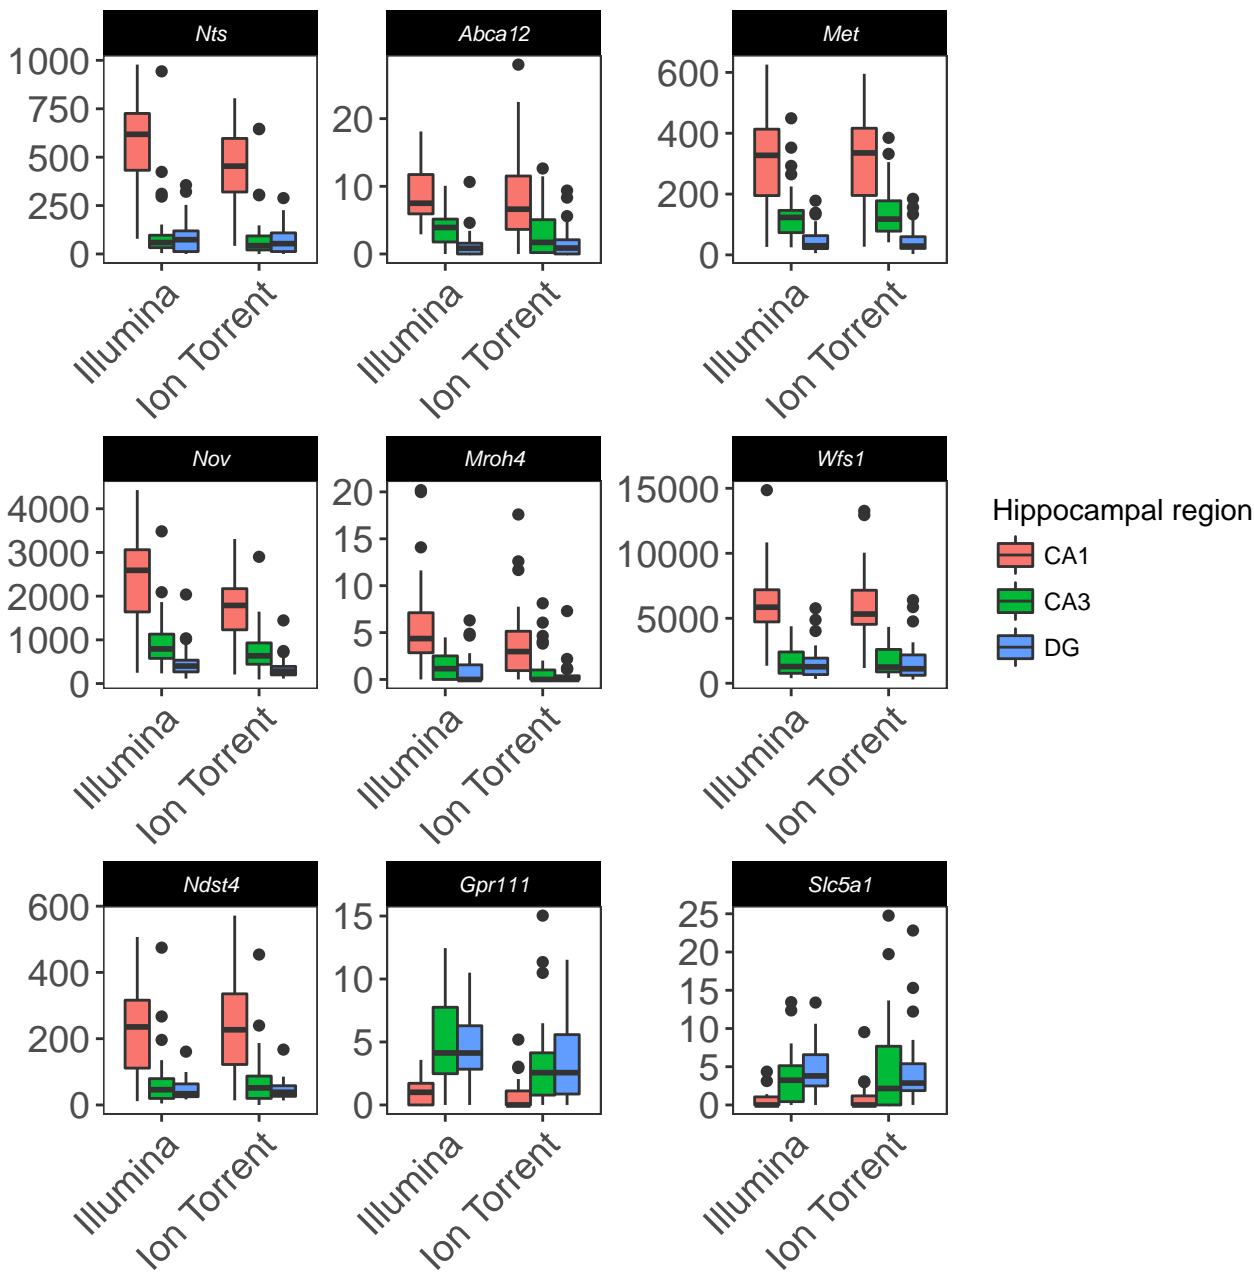

# Normalized counts

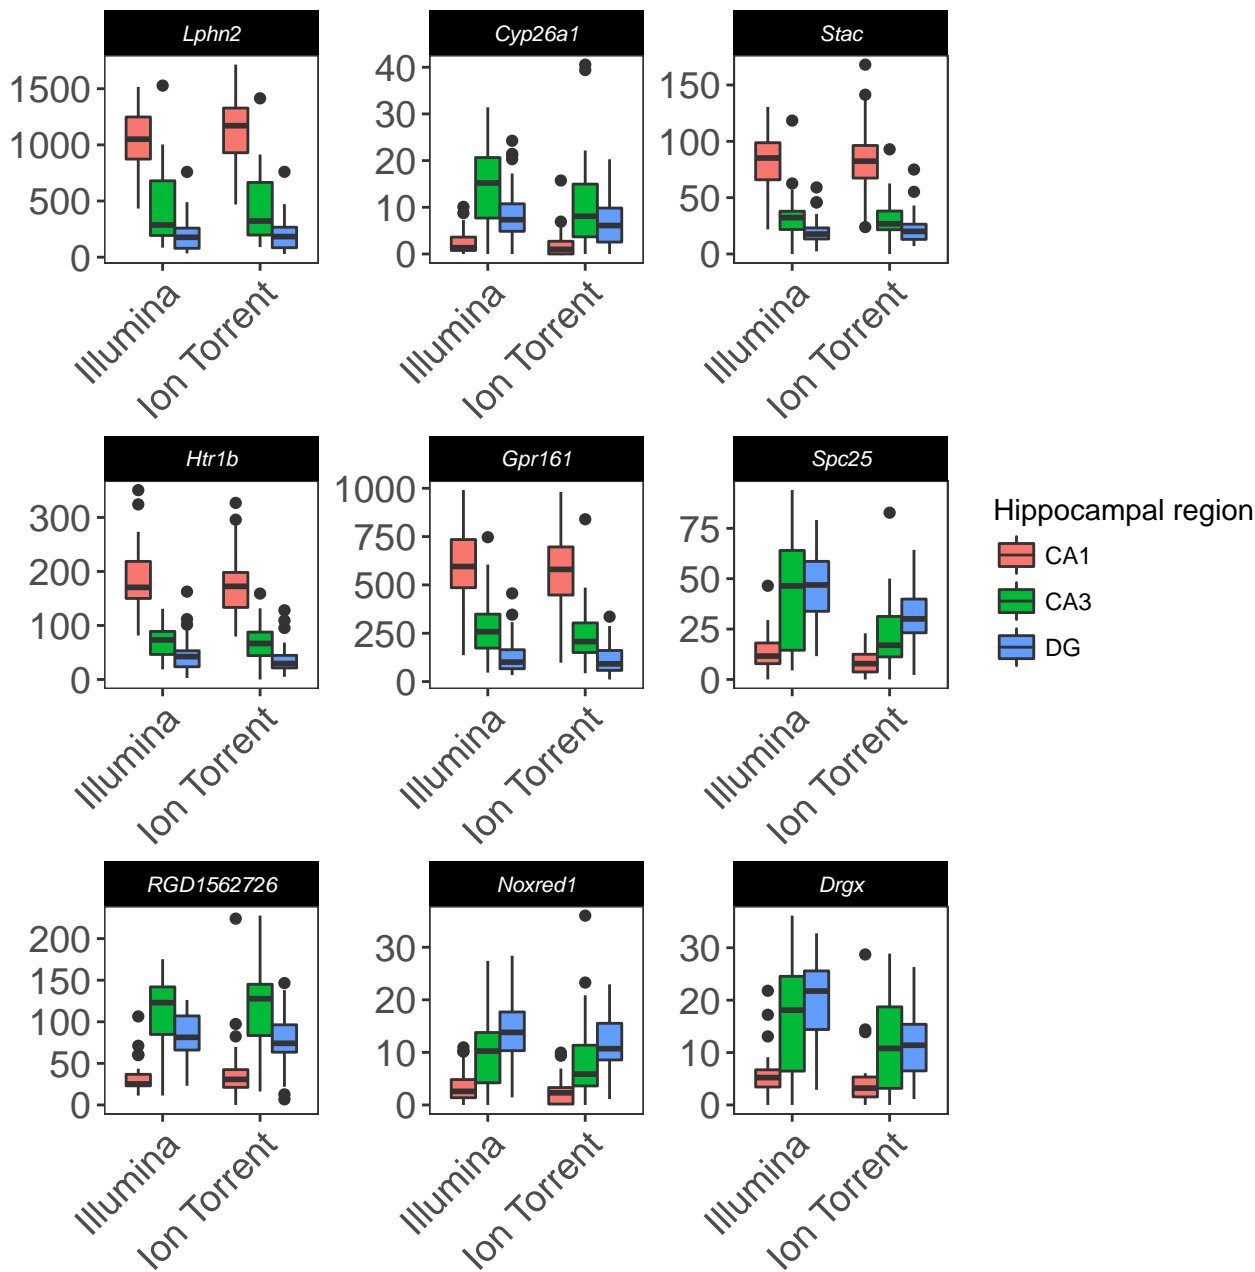

# Normalized counts

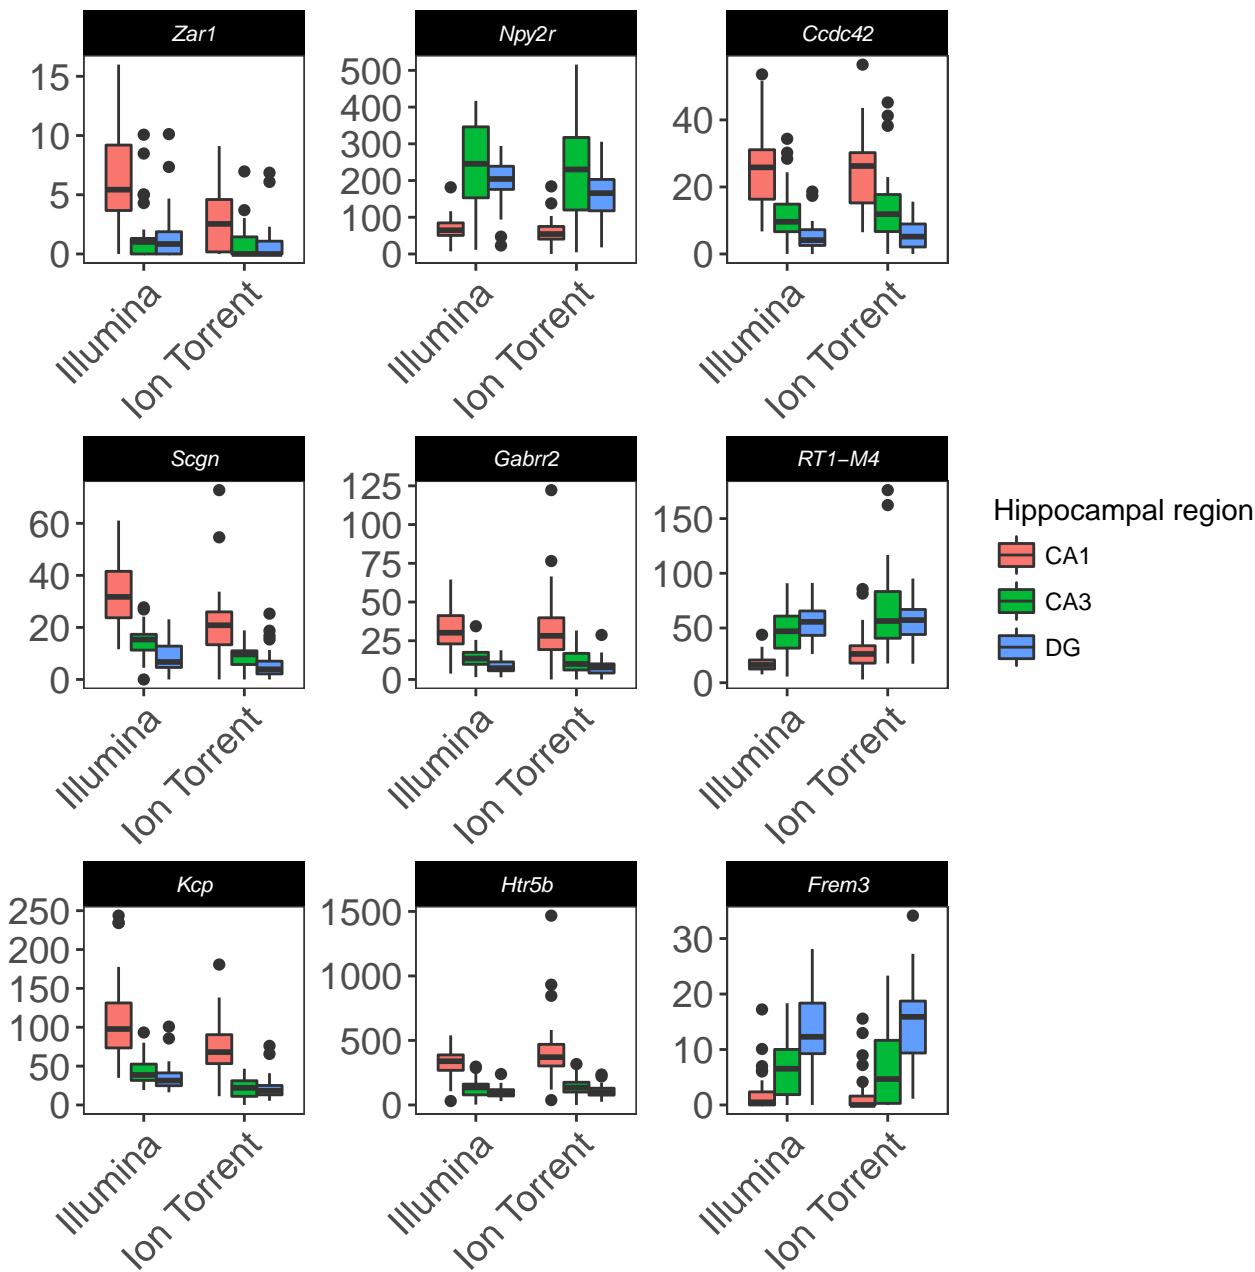

# Normalized counts

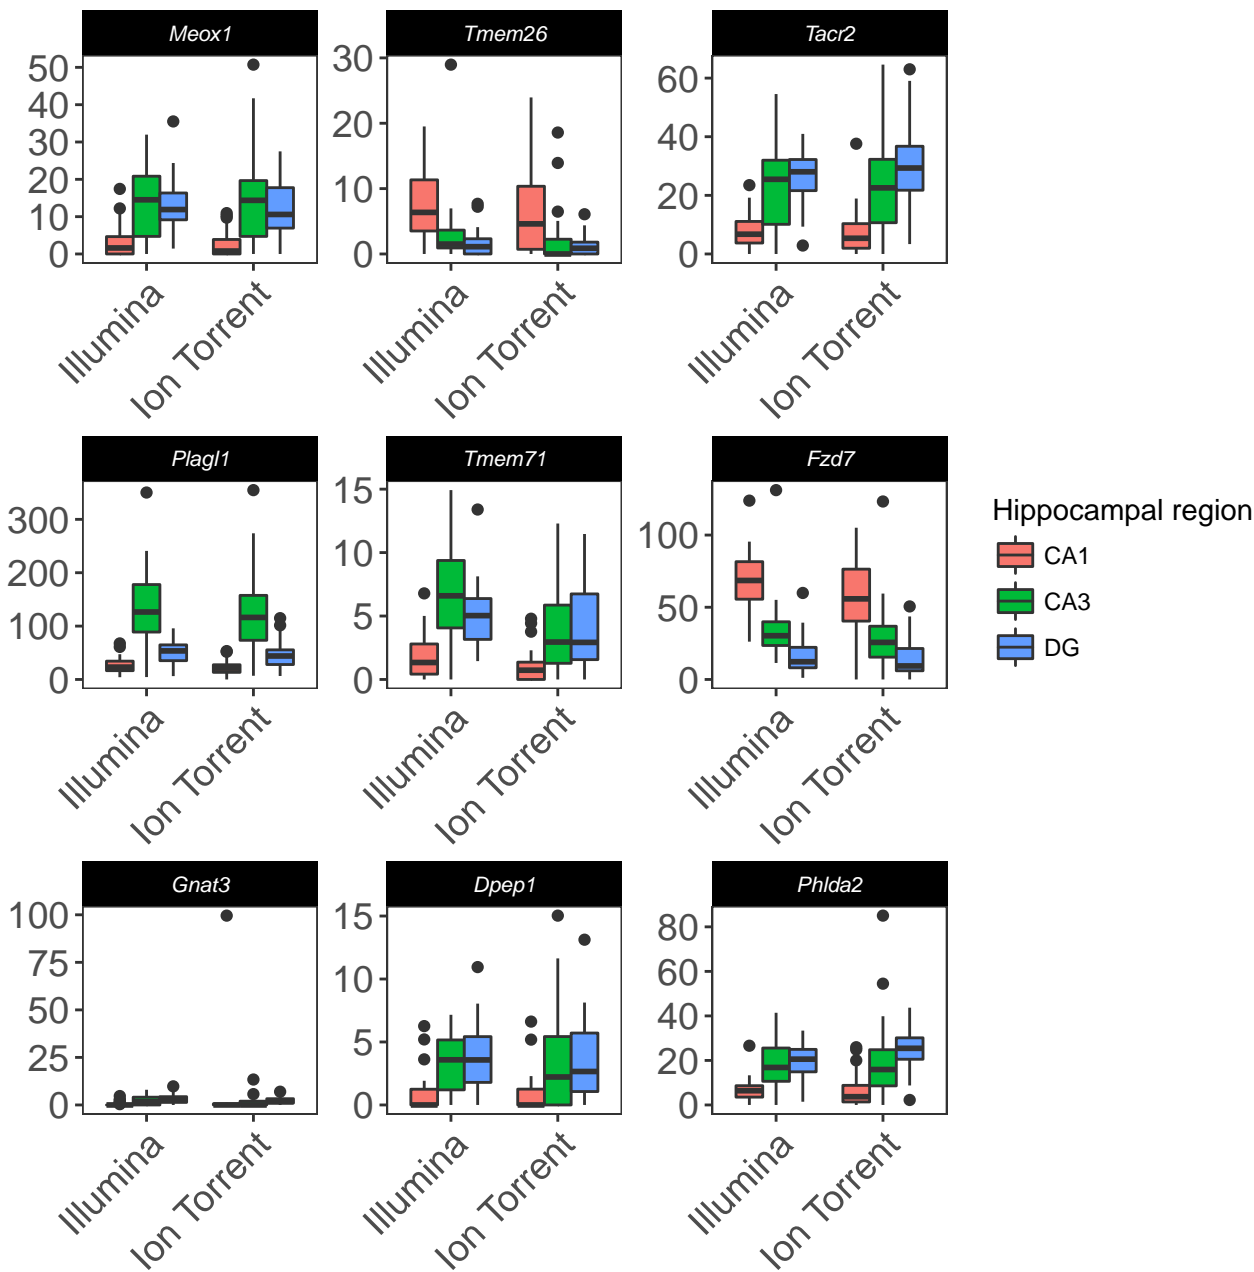

# Normalized counts

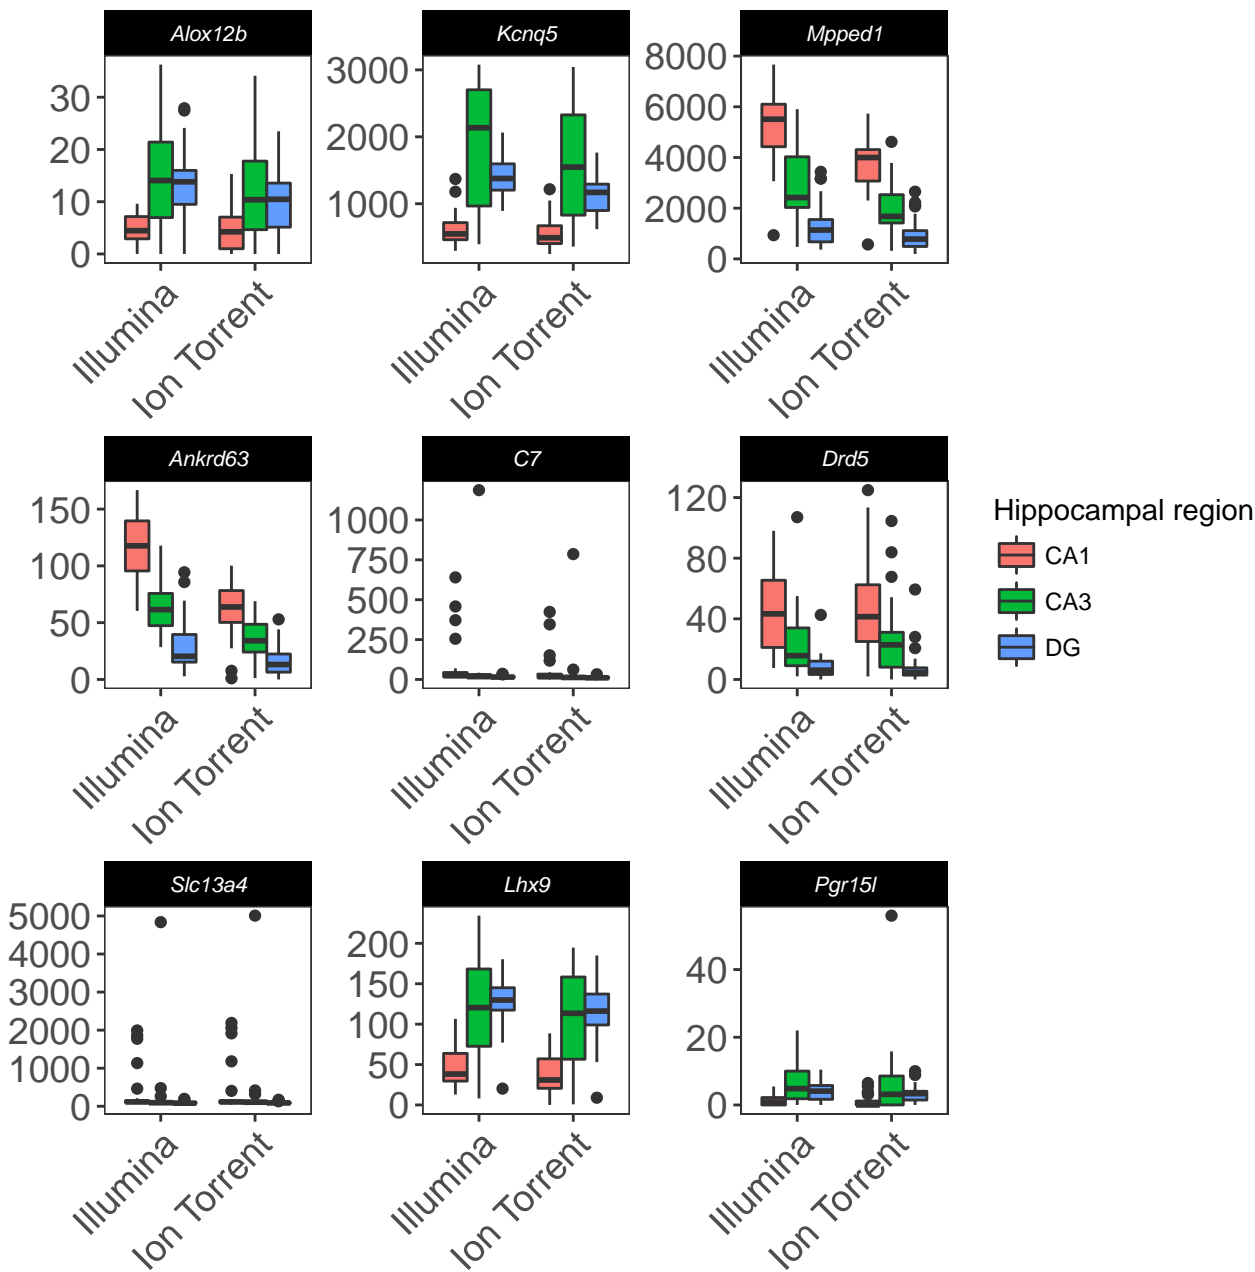

# Normalized counts

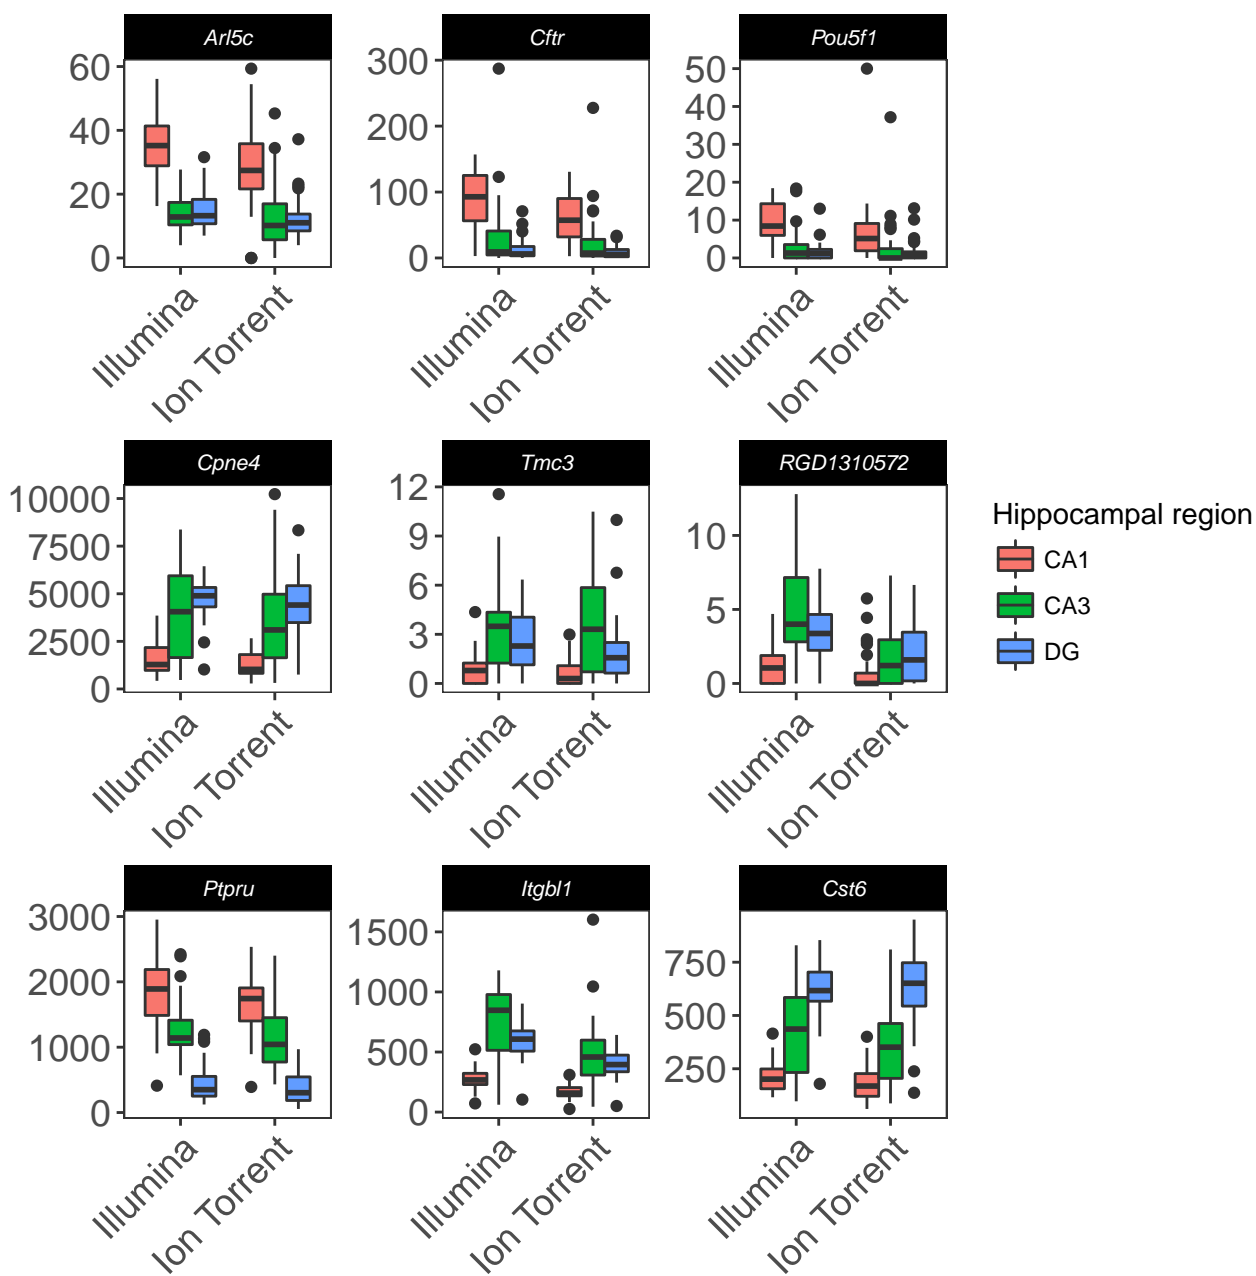

# Normalized counts

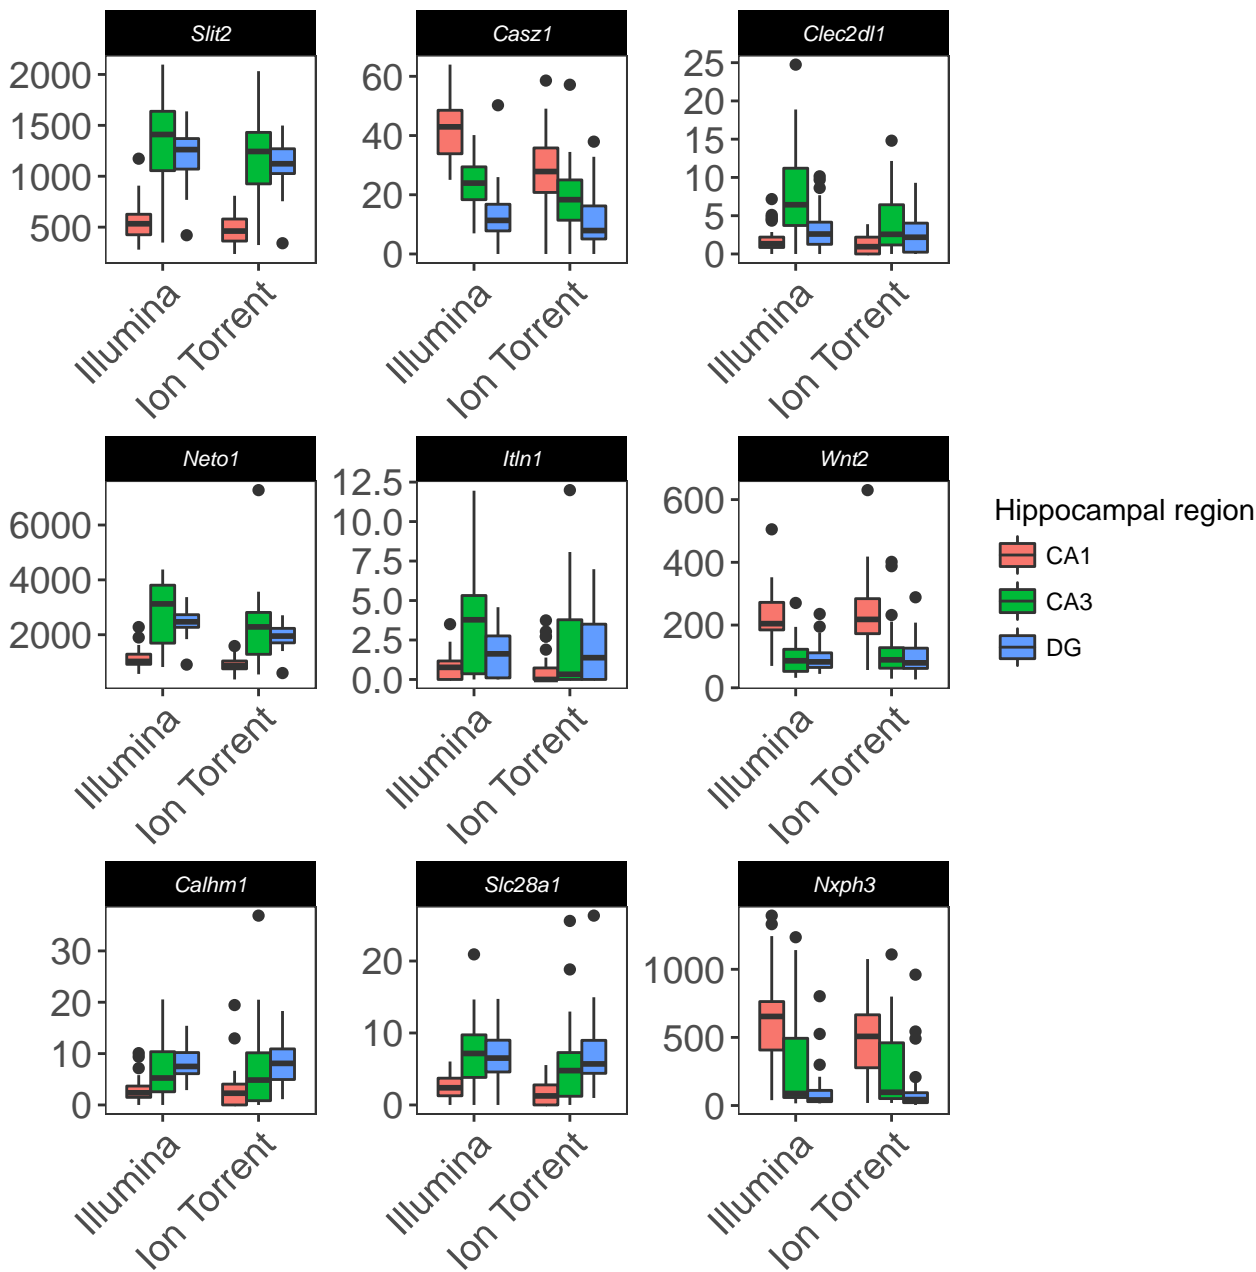

# Normalized counts

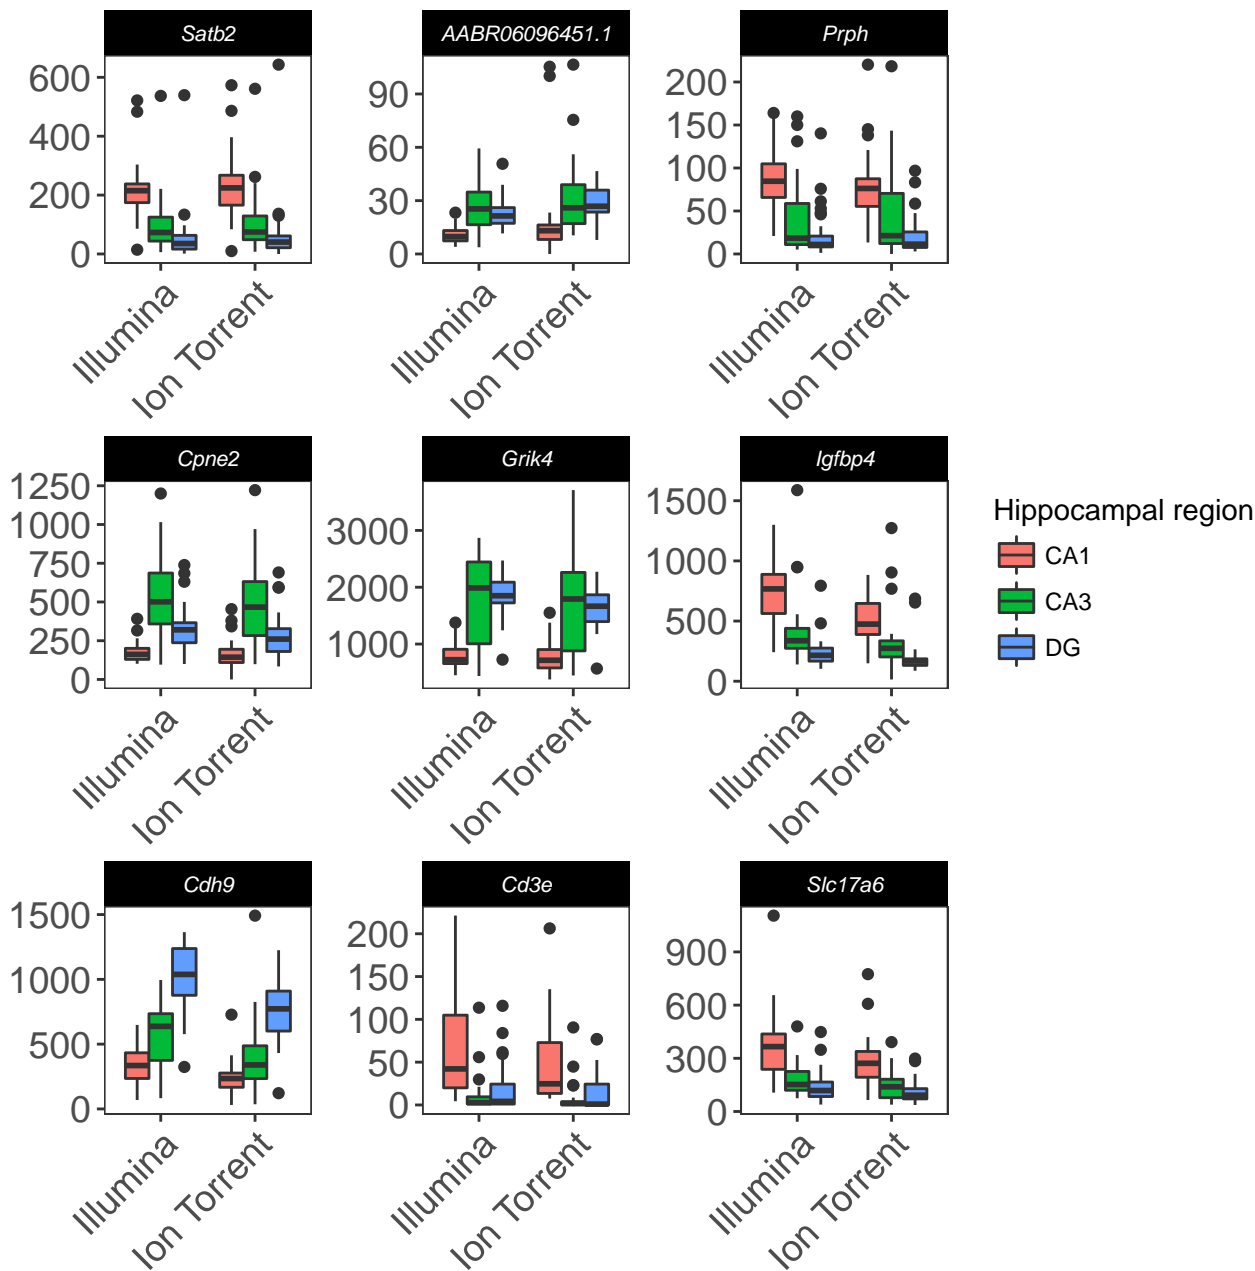

# Normalized counts

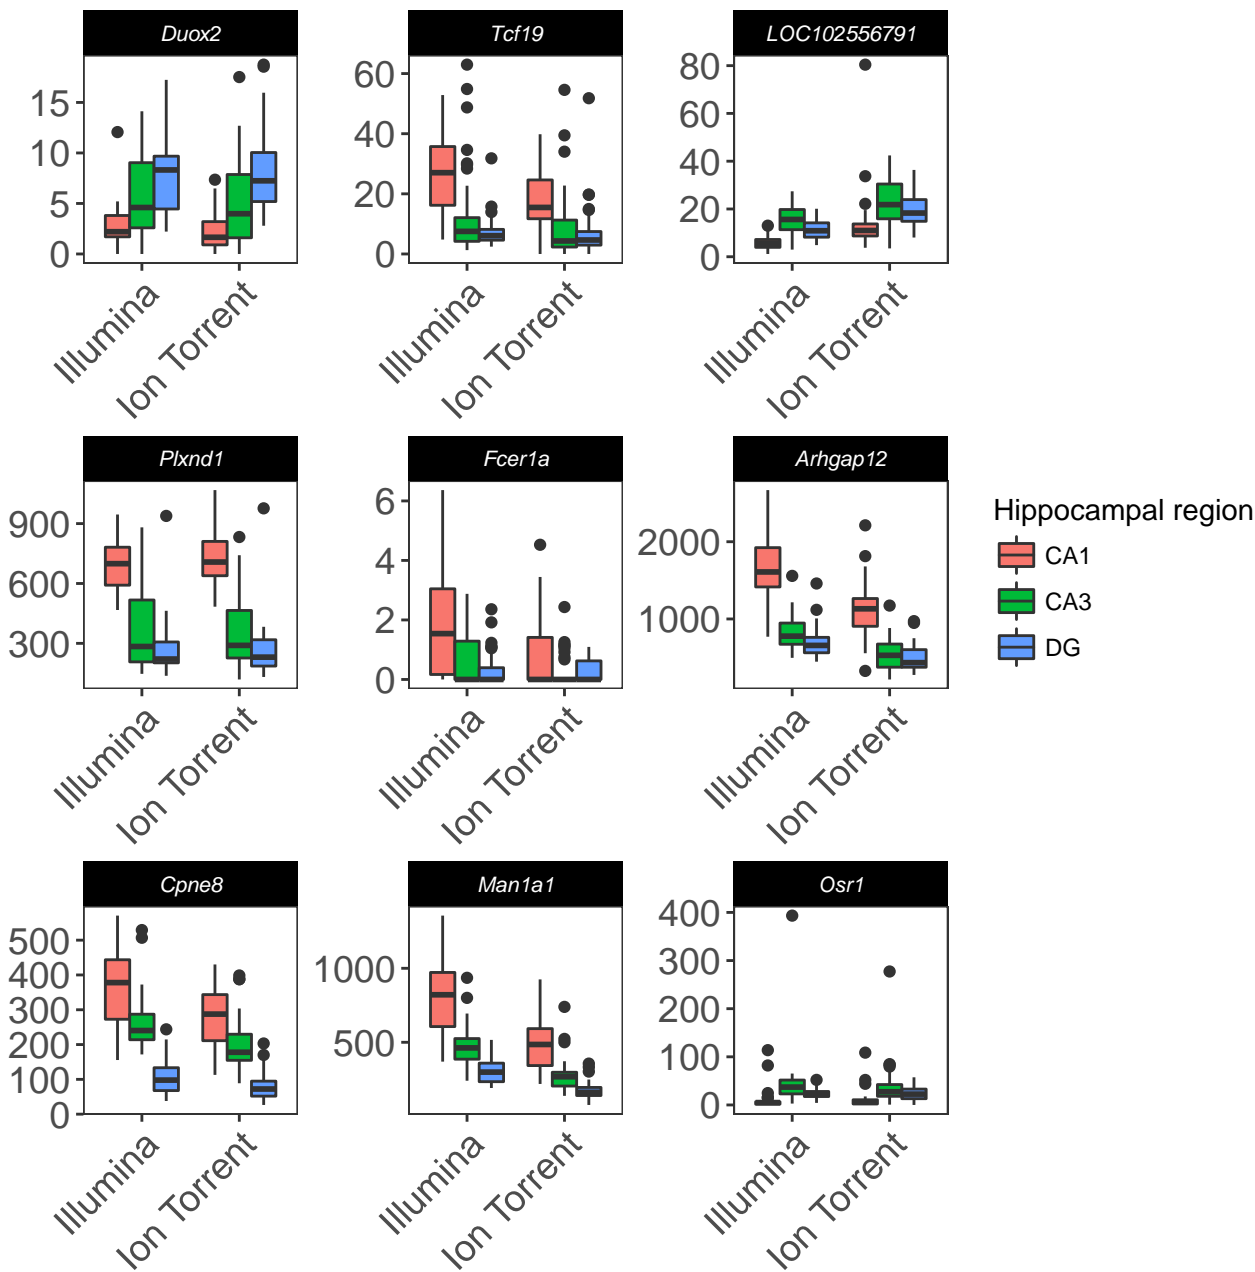

# Normalized counts

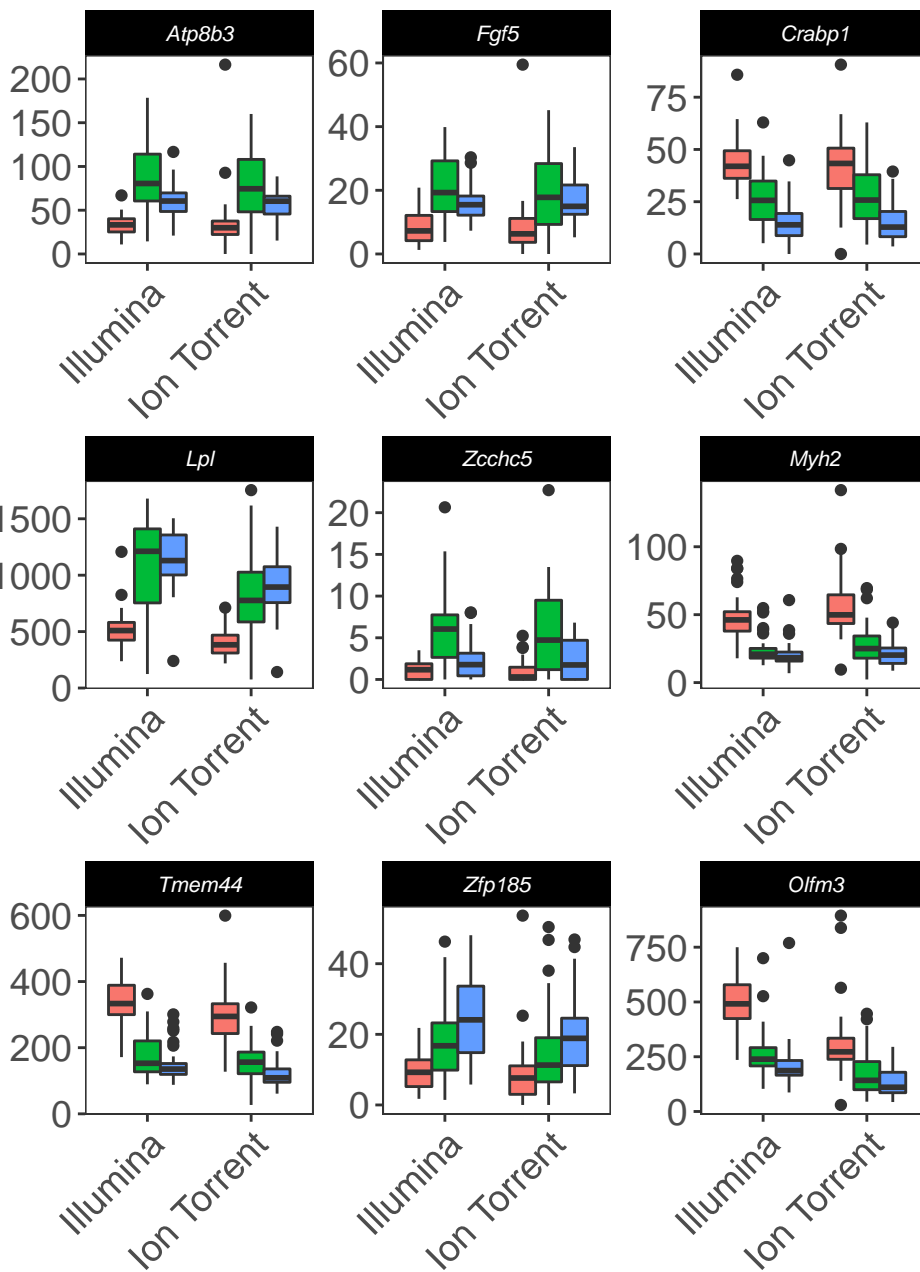

Hippocampal region

# Normalized counts

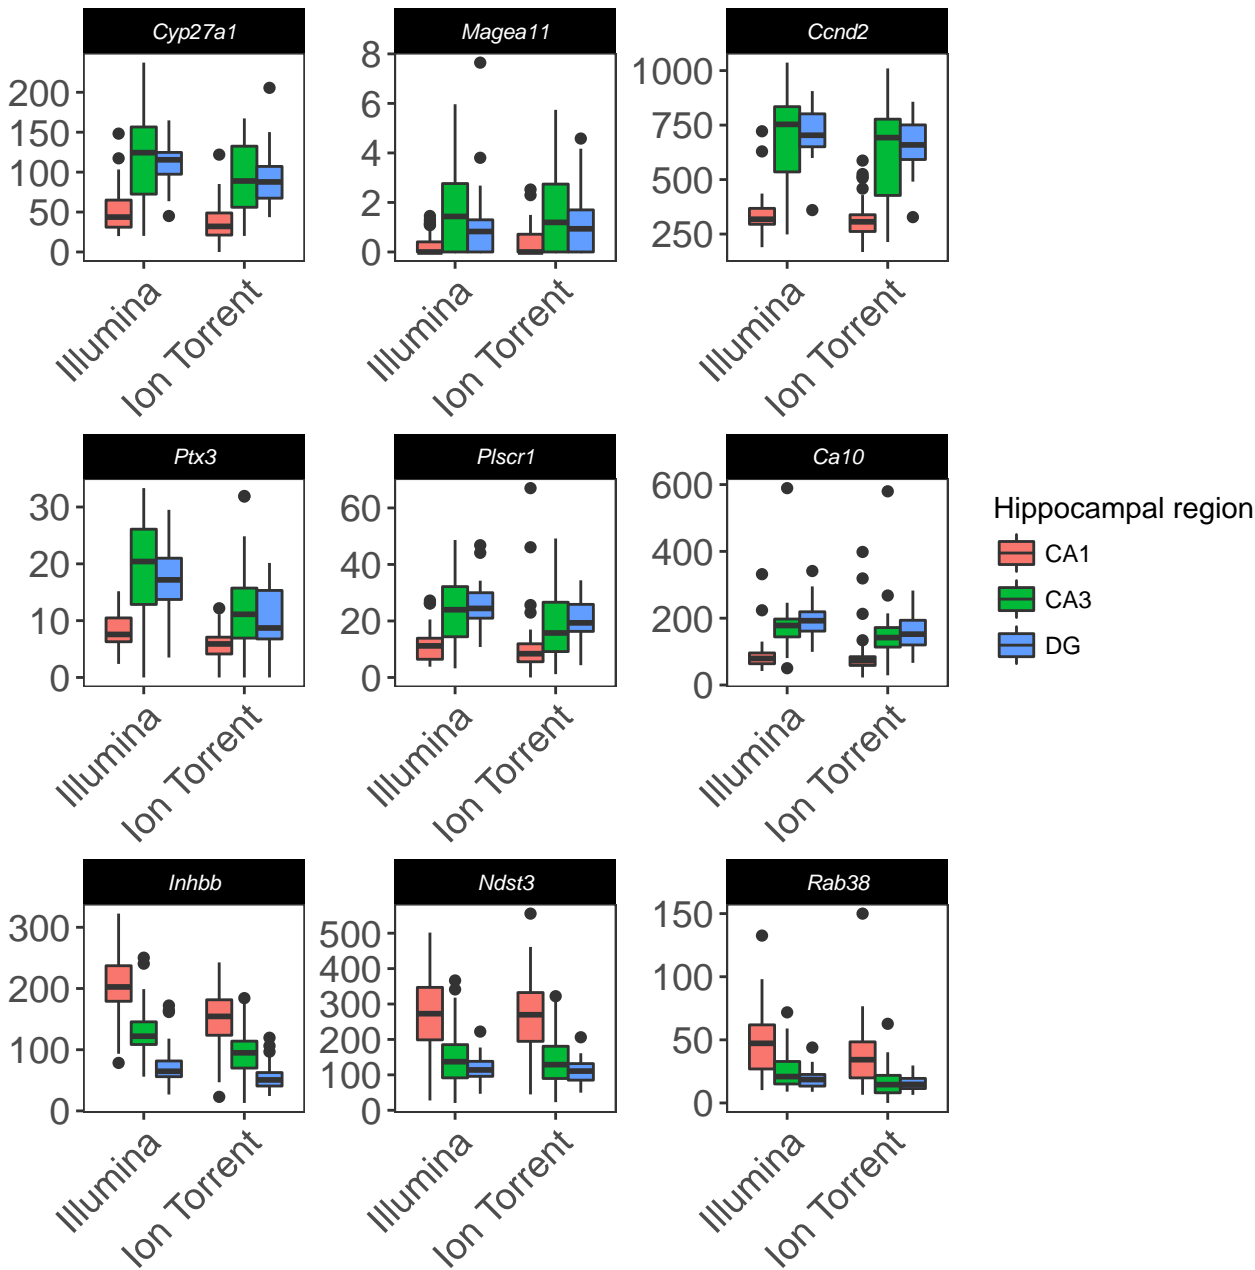

# Normalized counts

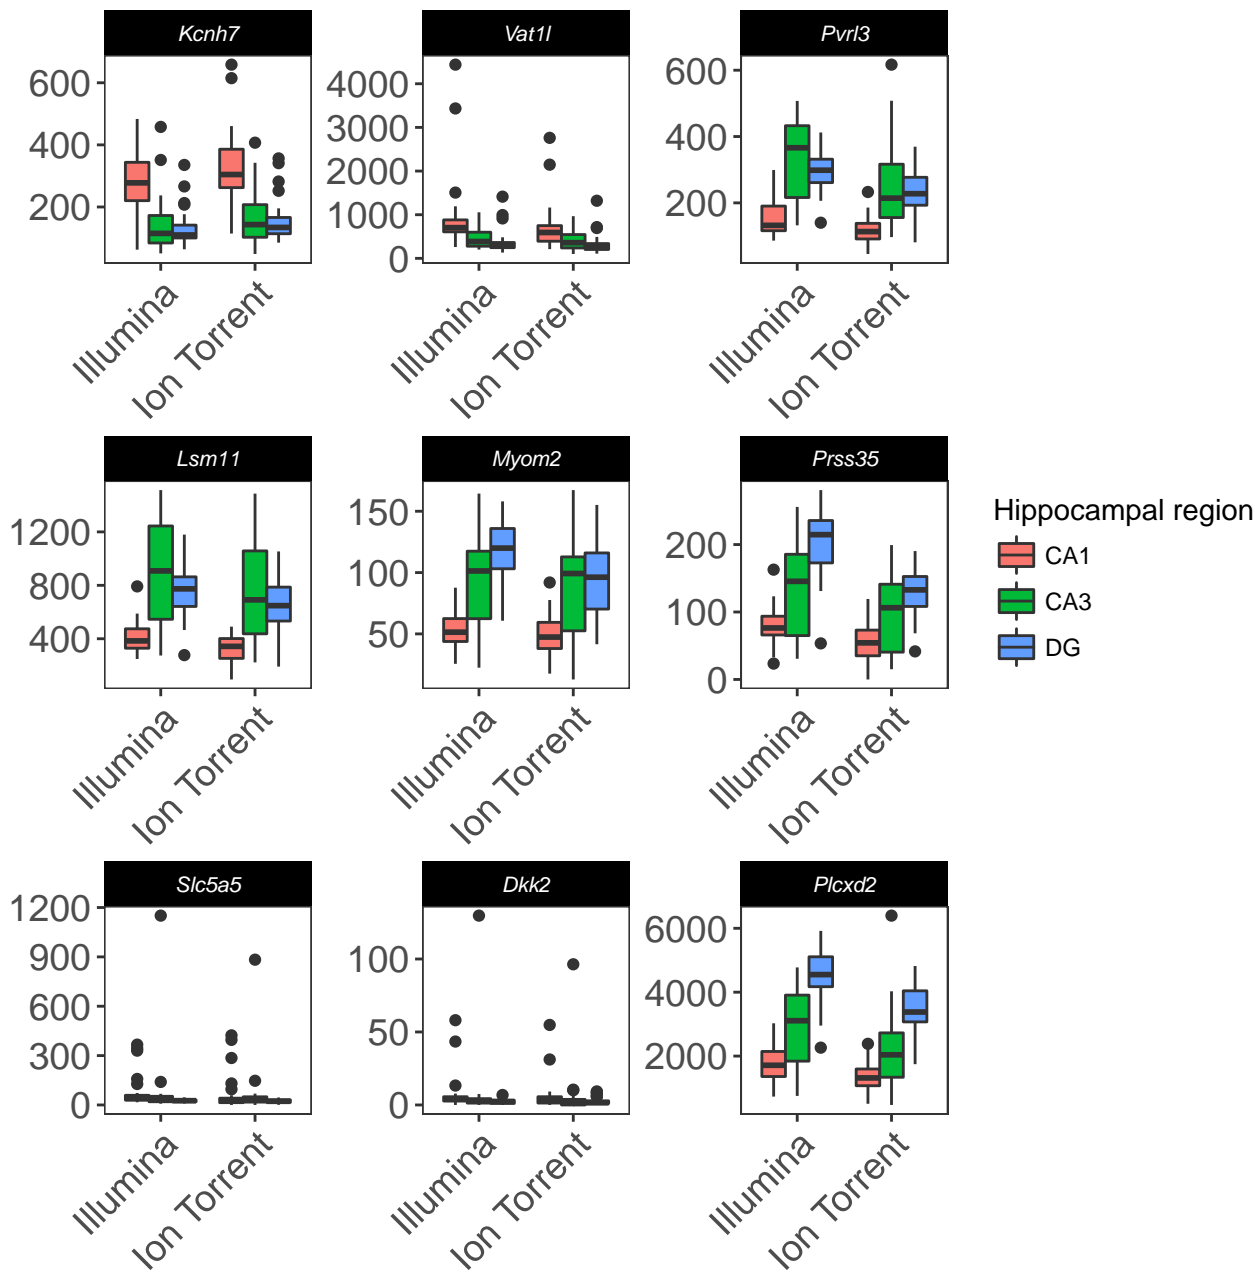

# Normalized counts

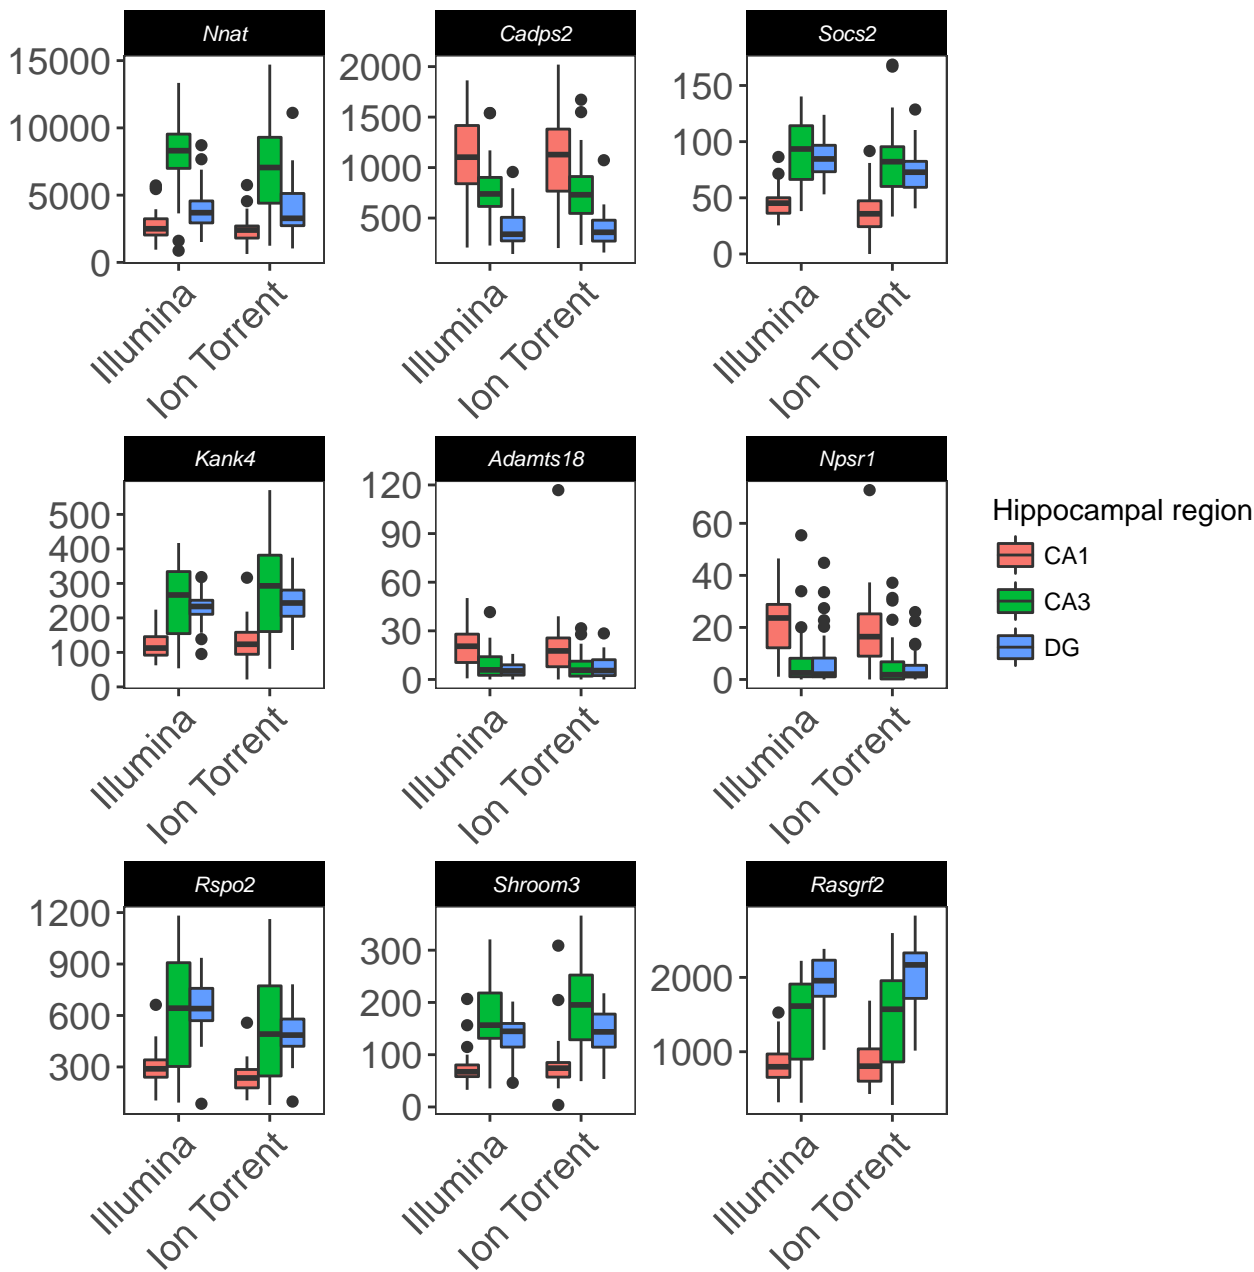

# Normalized counts

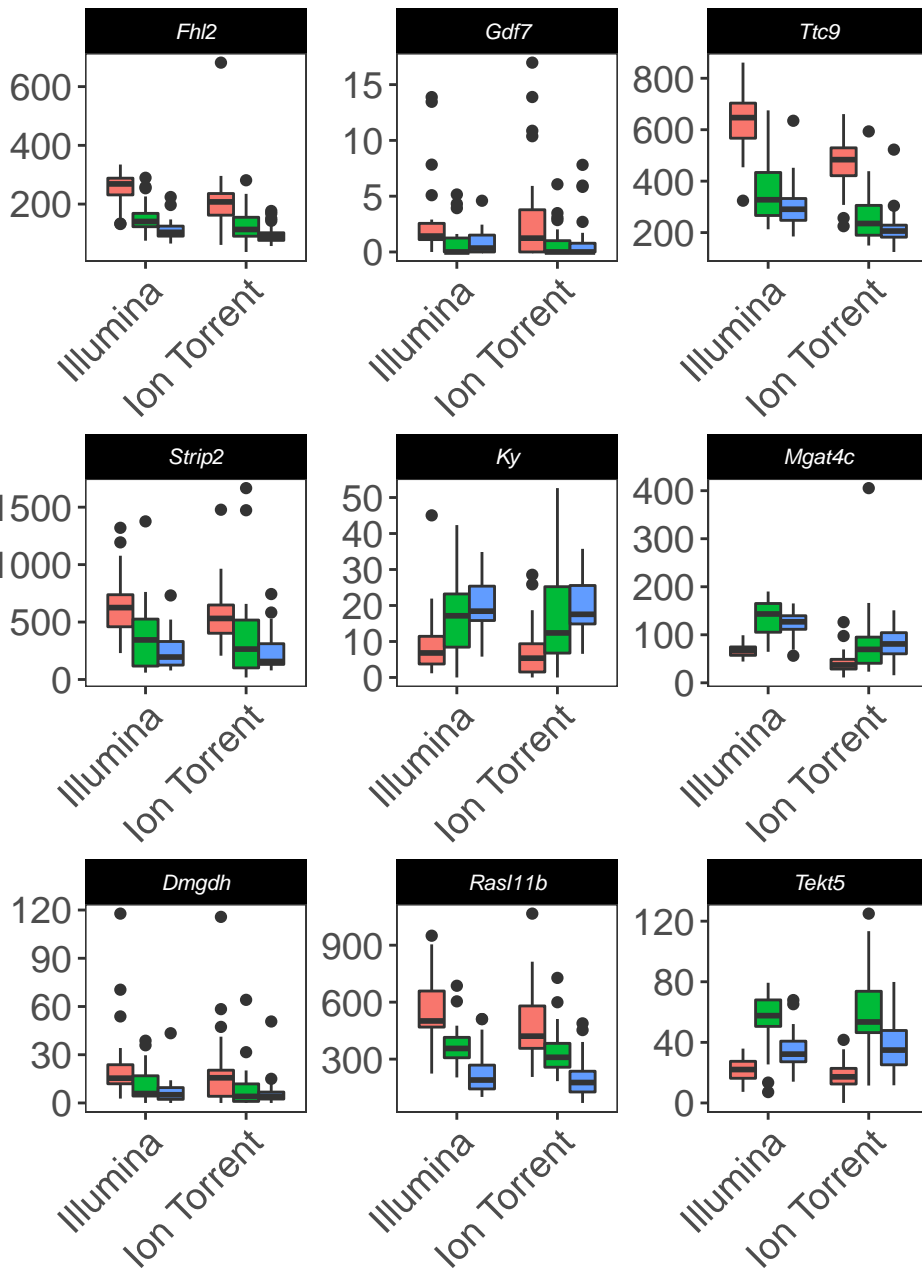

Hippocampal region

# Normalized counts

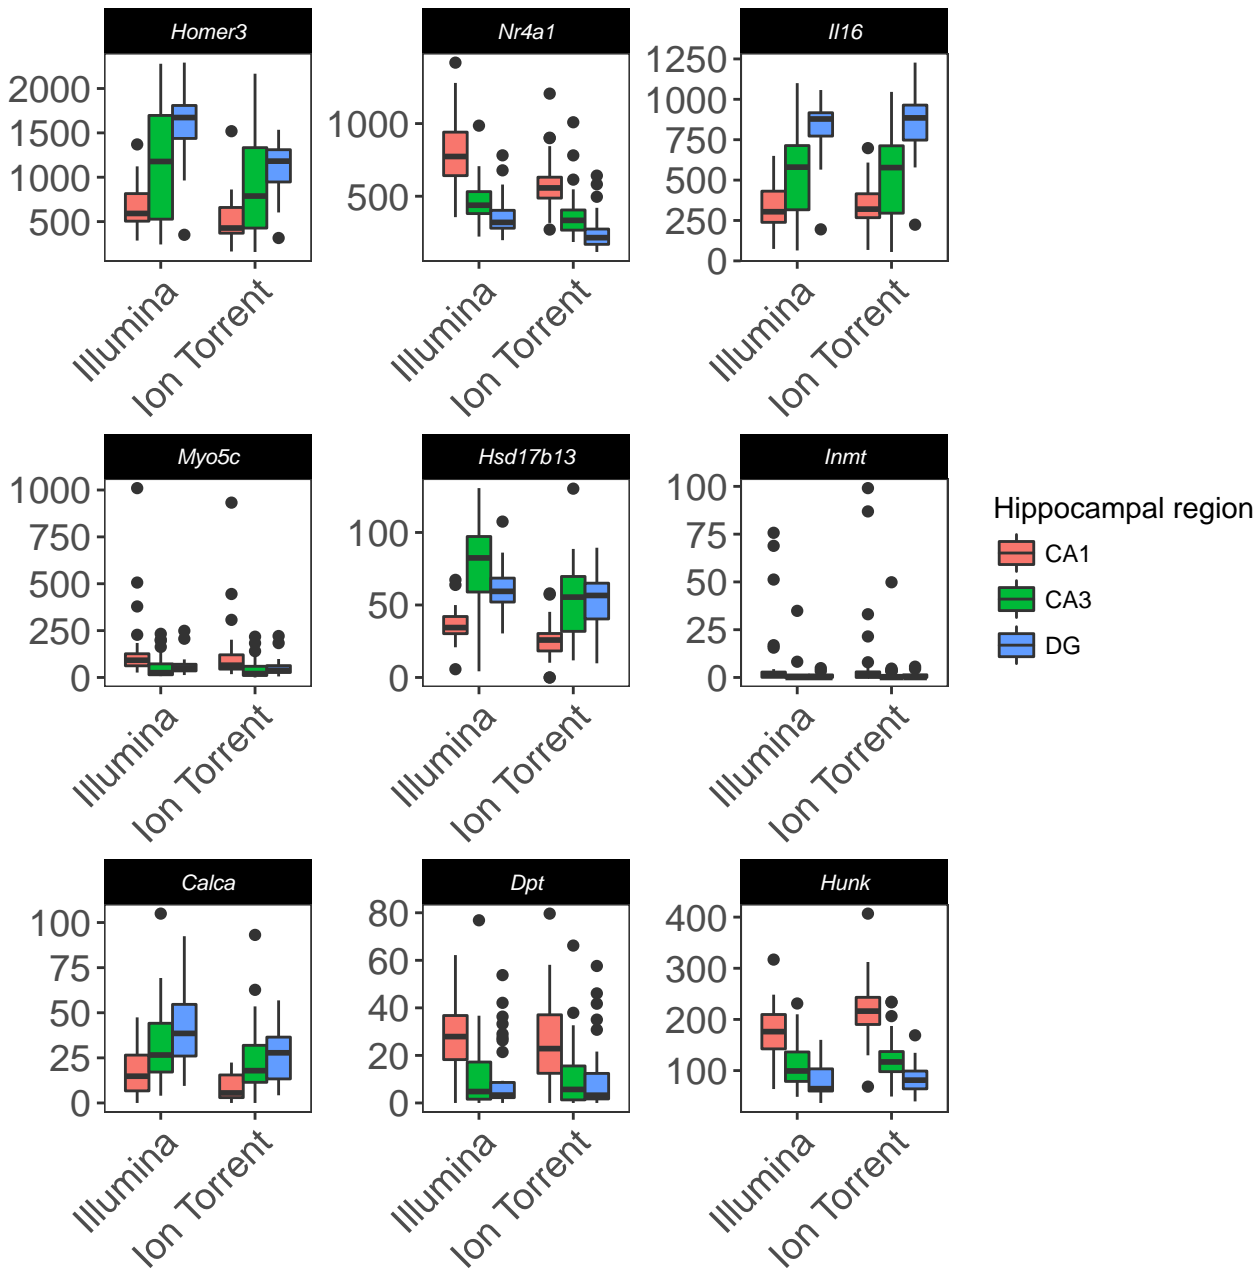

# Normalized counts

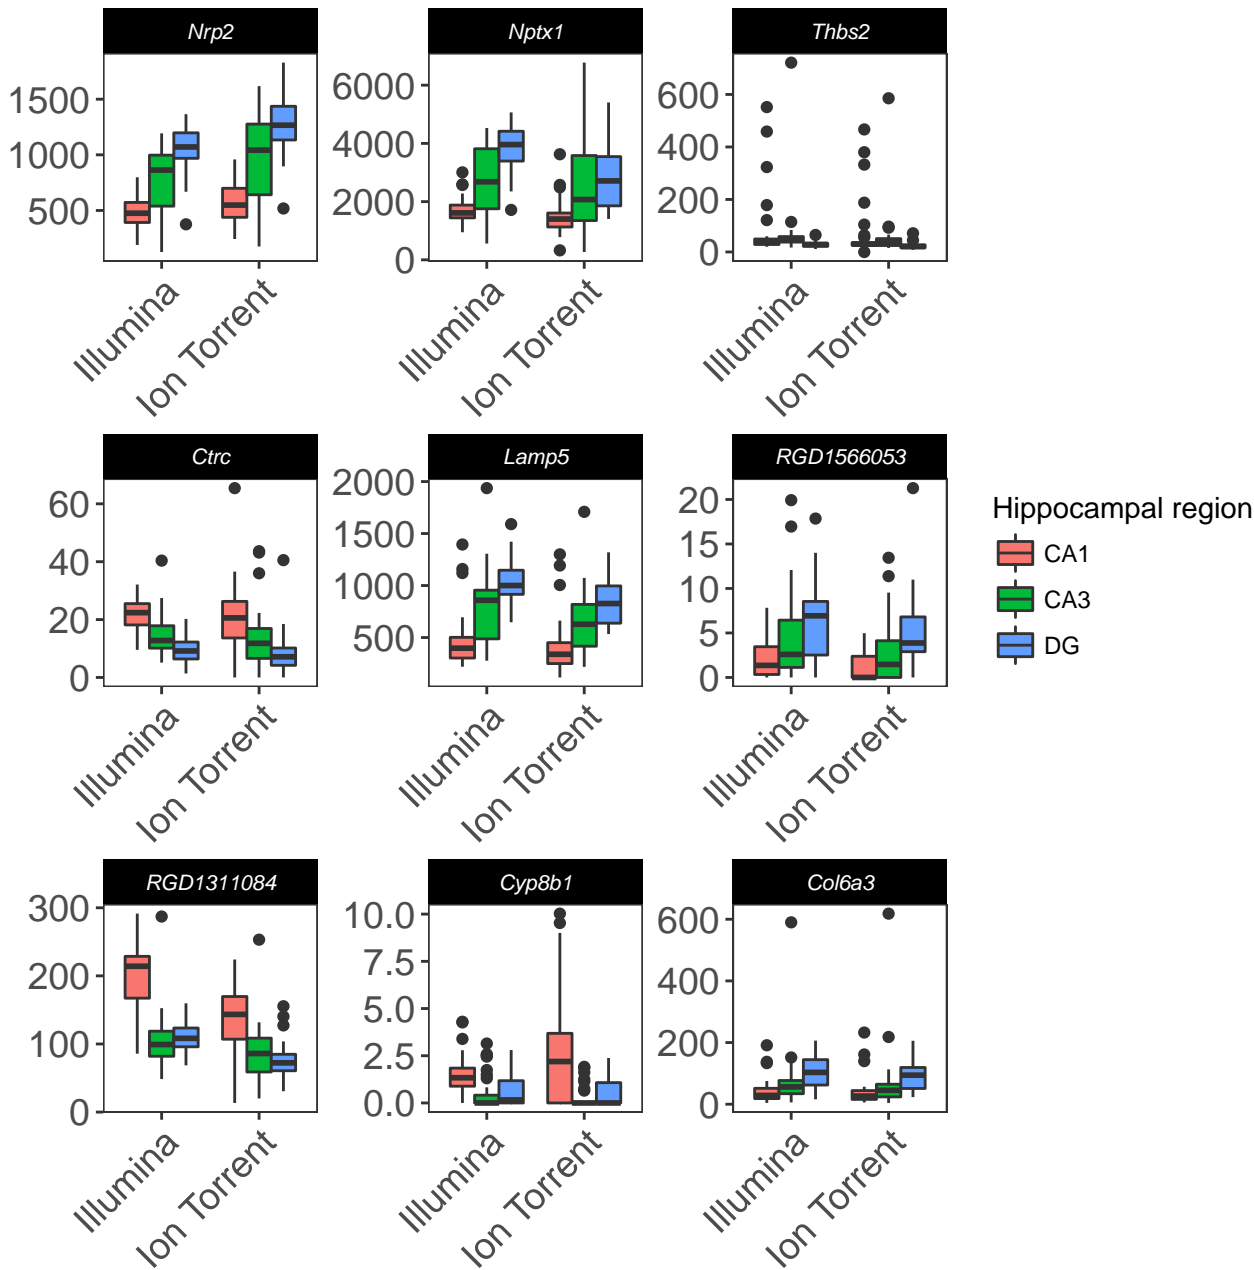

# Normalized counts

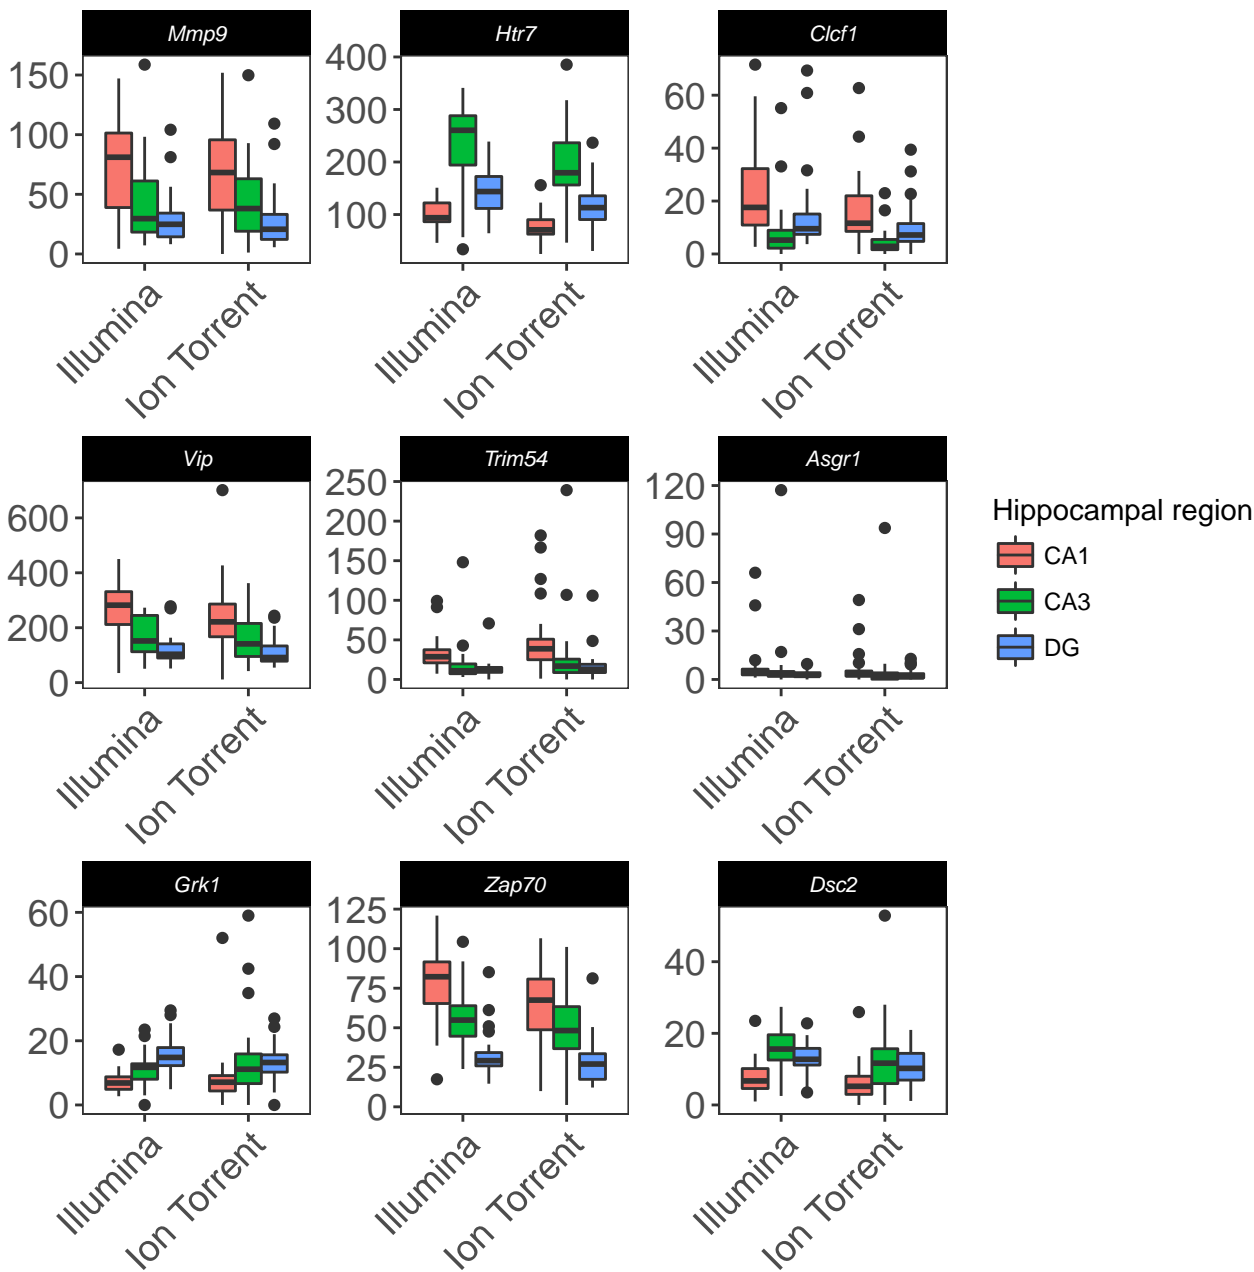

# Normalized counts

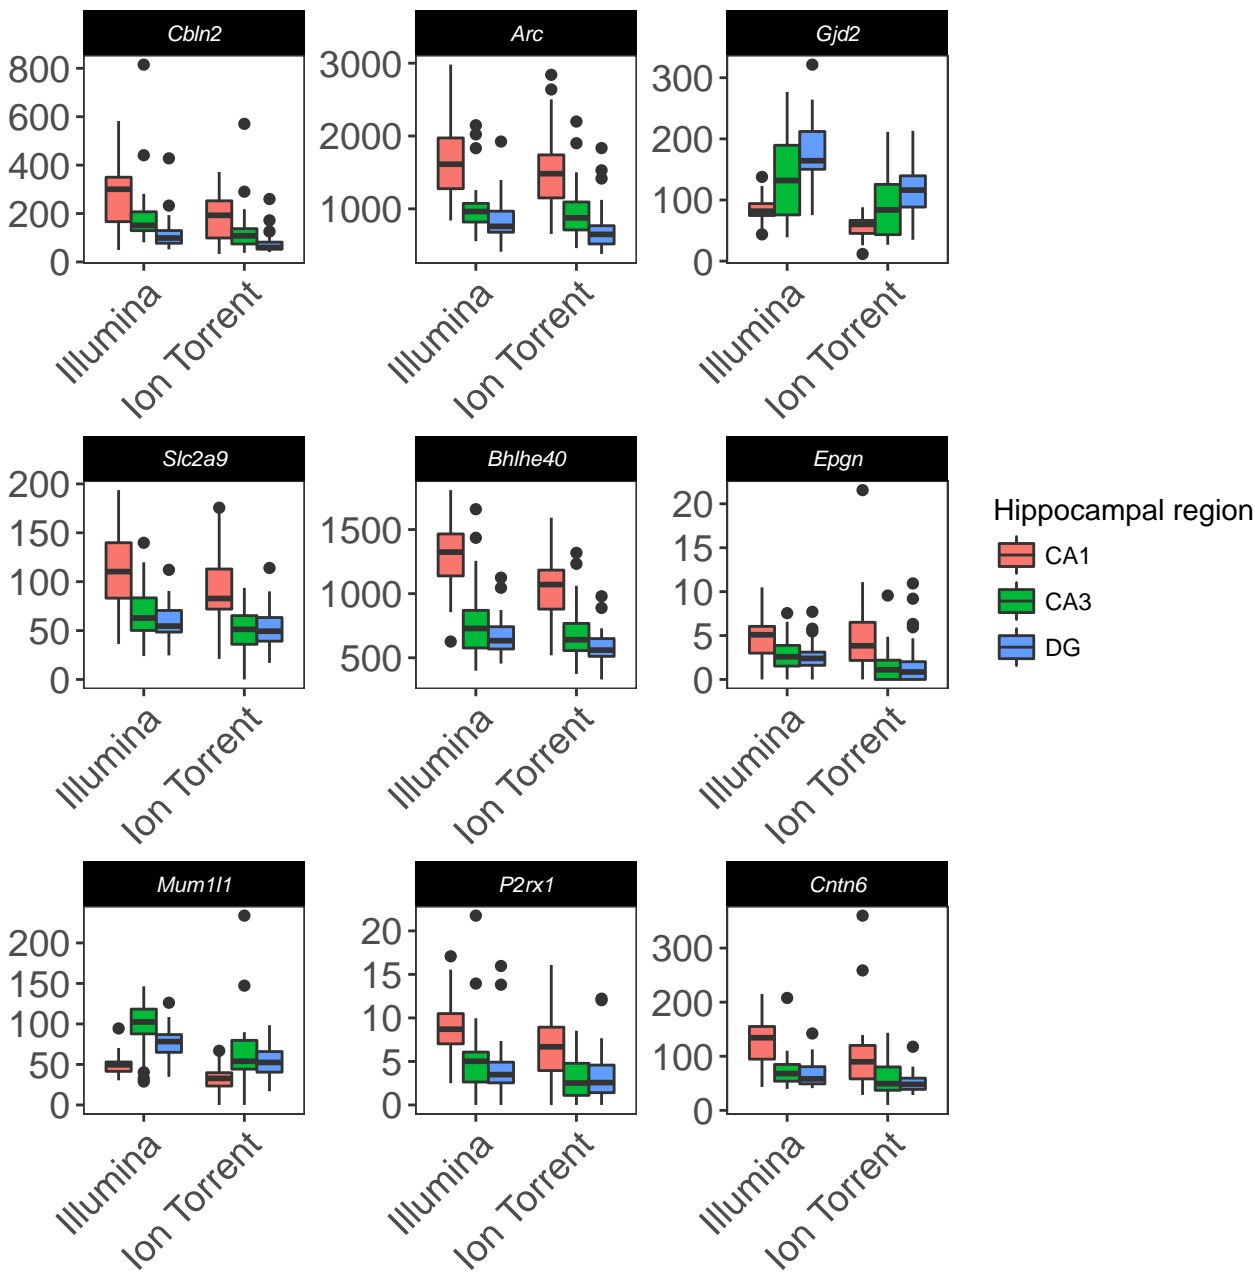

# Normalized counts

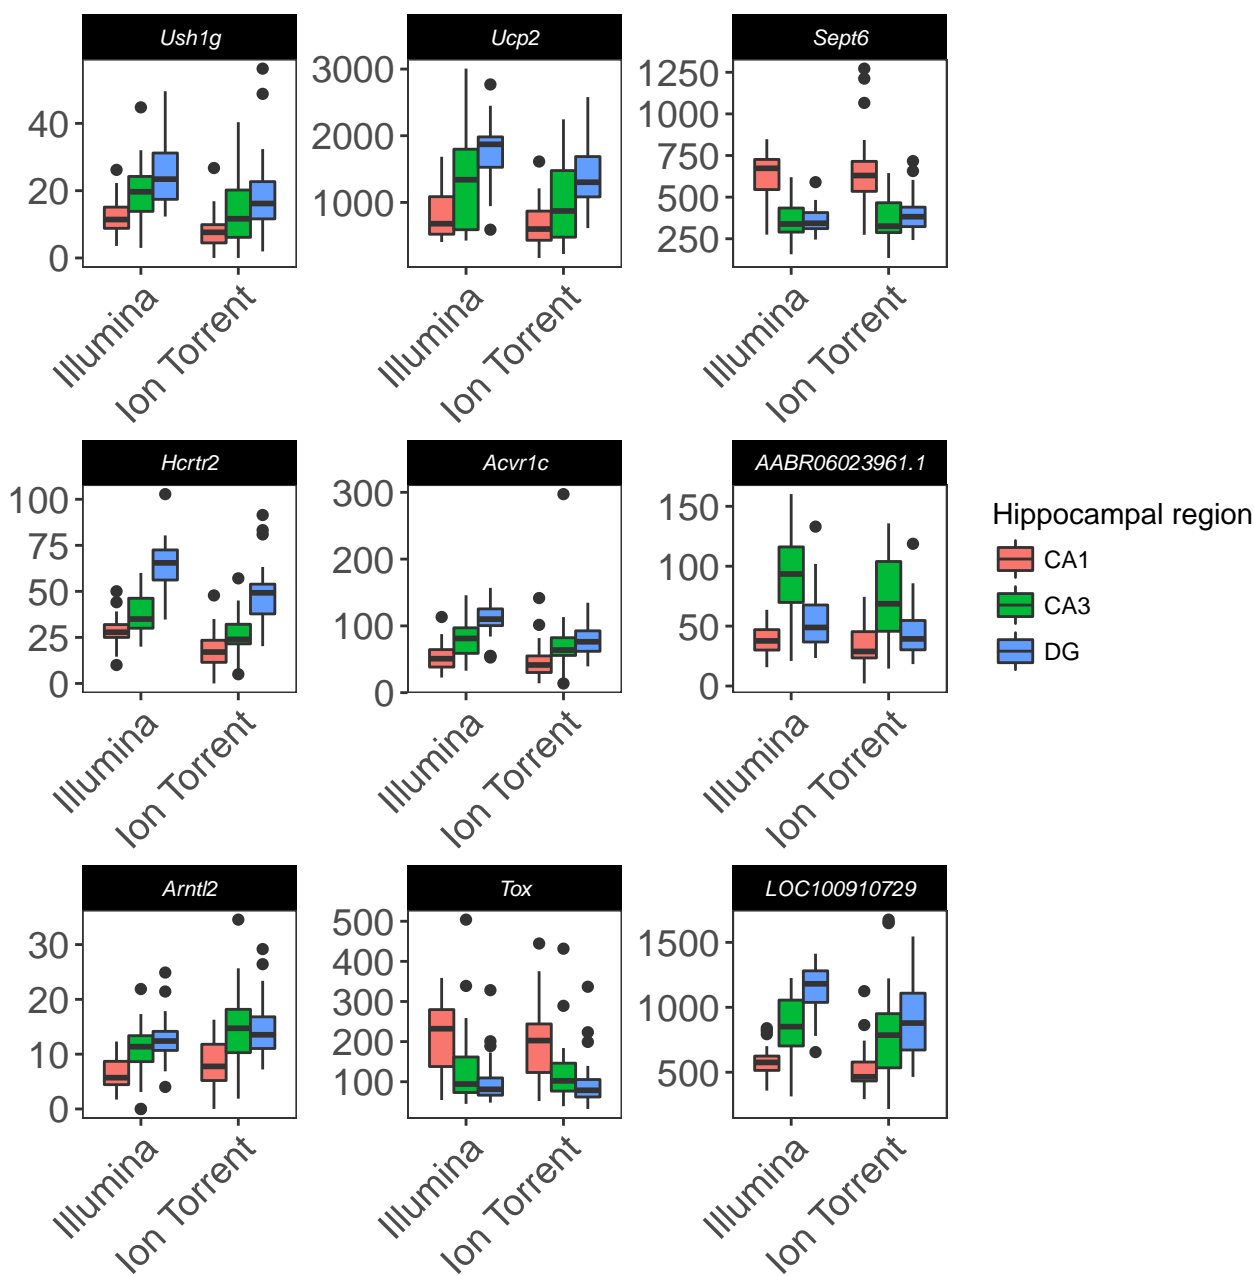

# Normalized counts

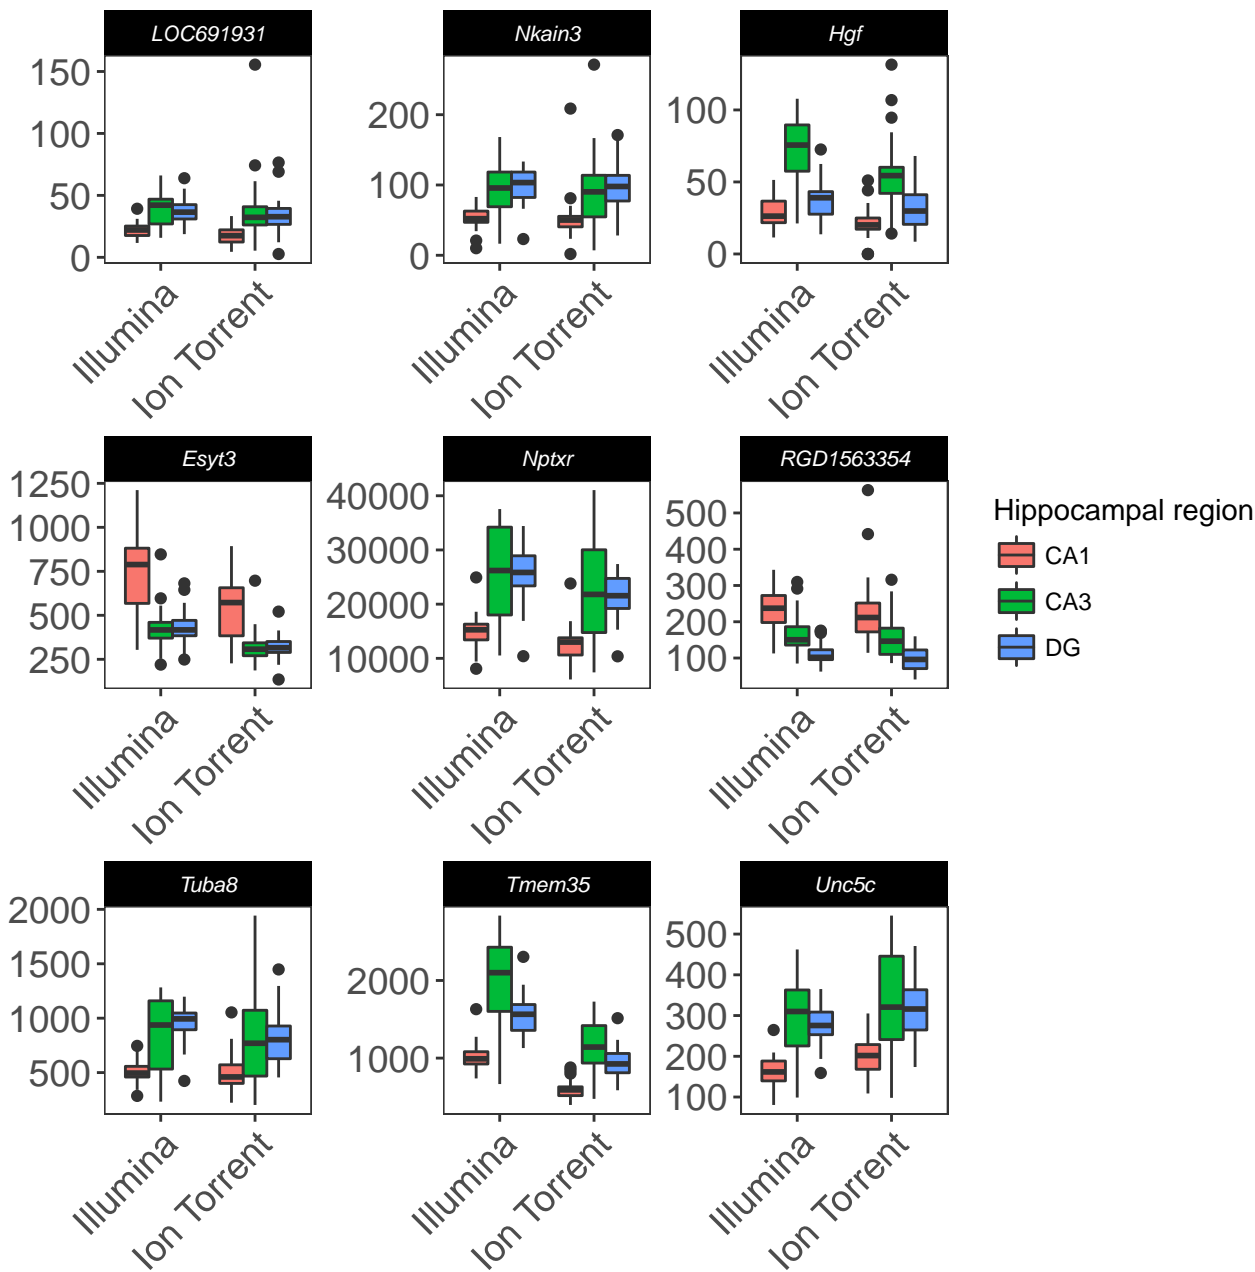

# Normalized counts

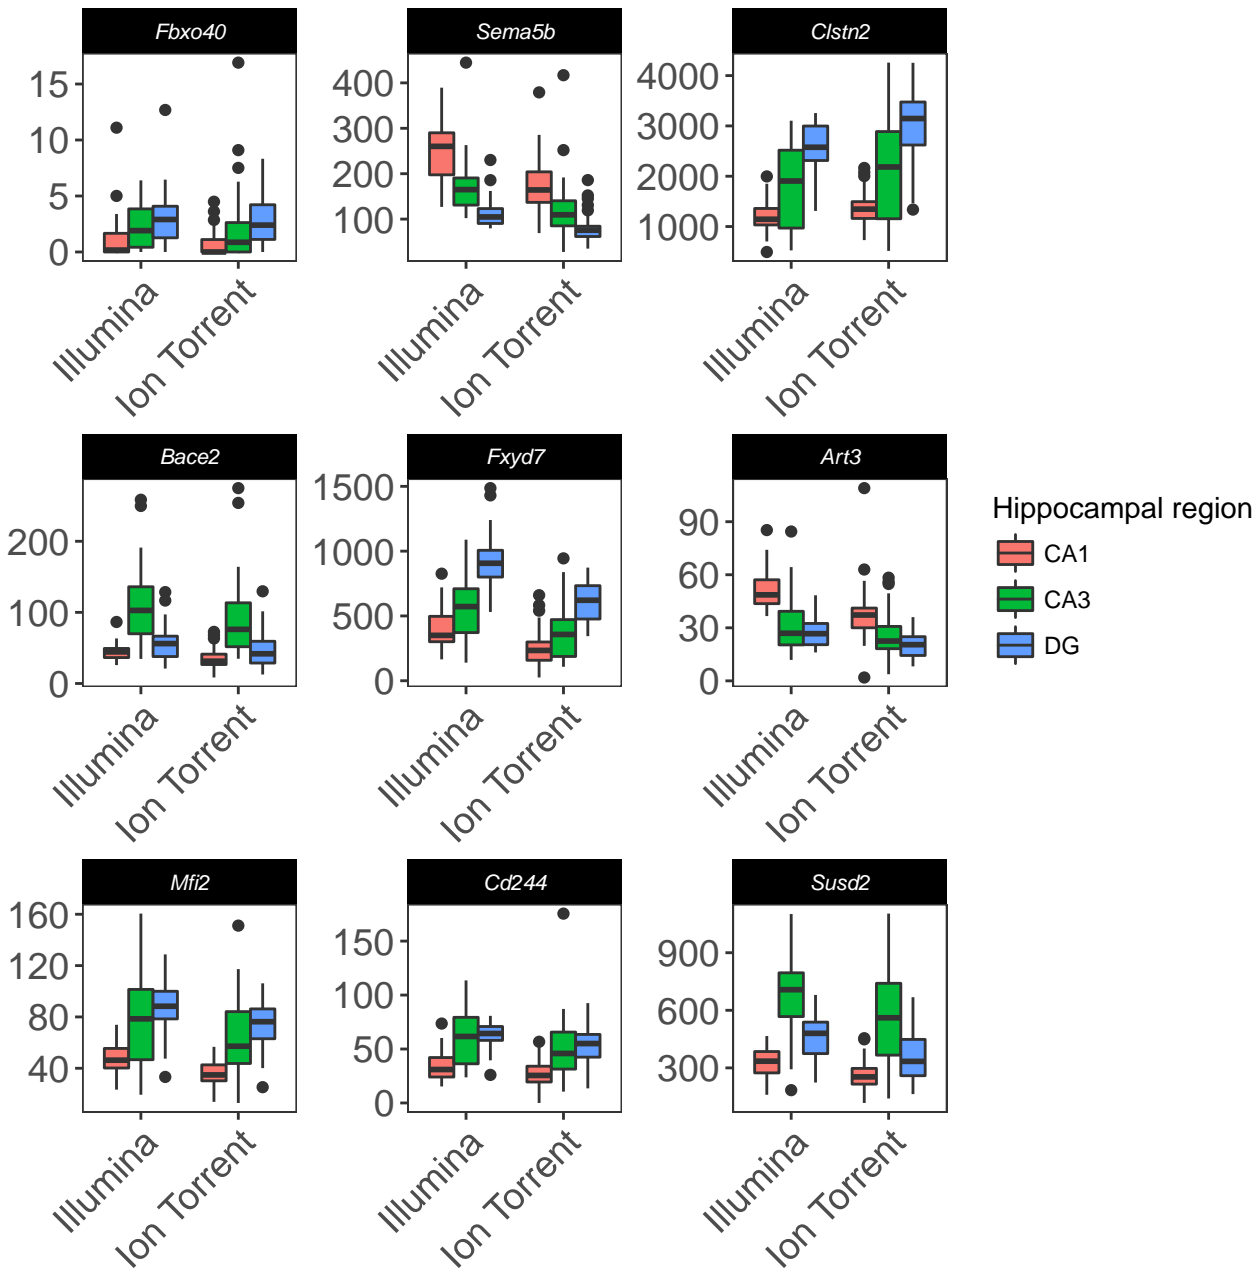

# Normalized counts

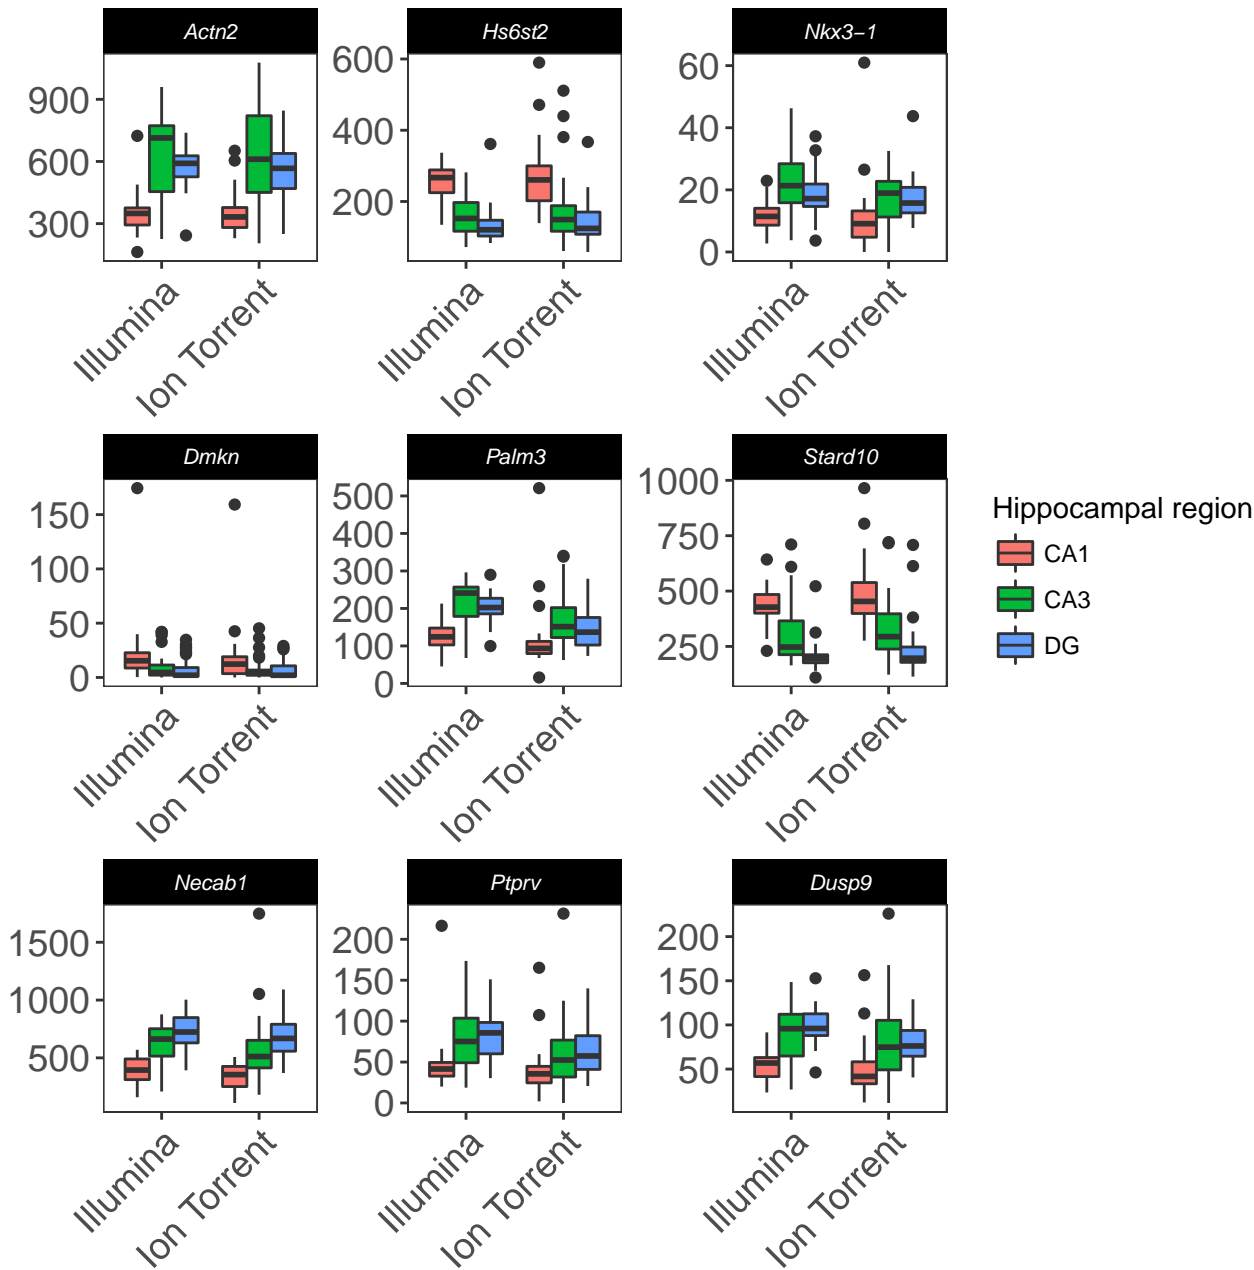

# Normalized counts

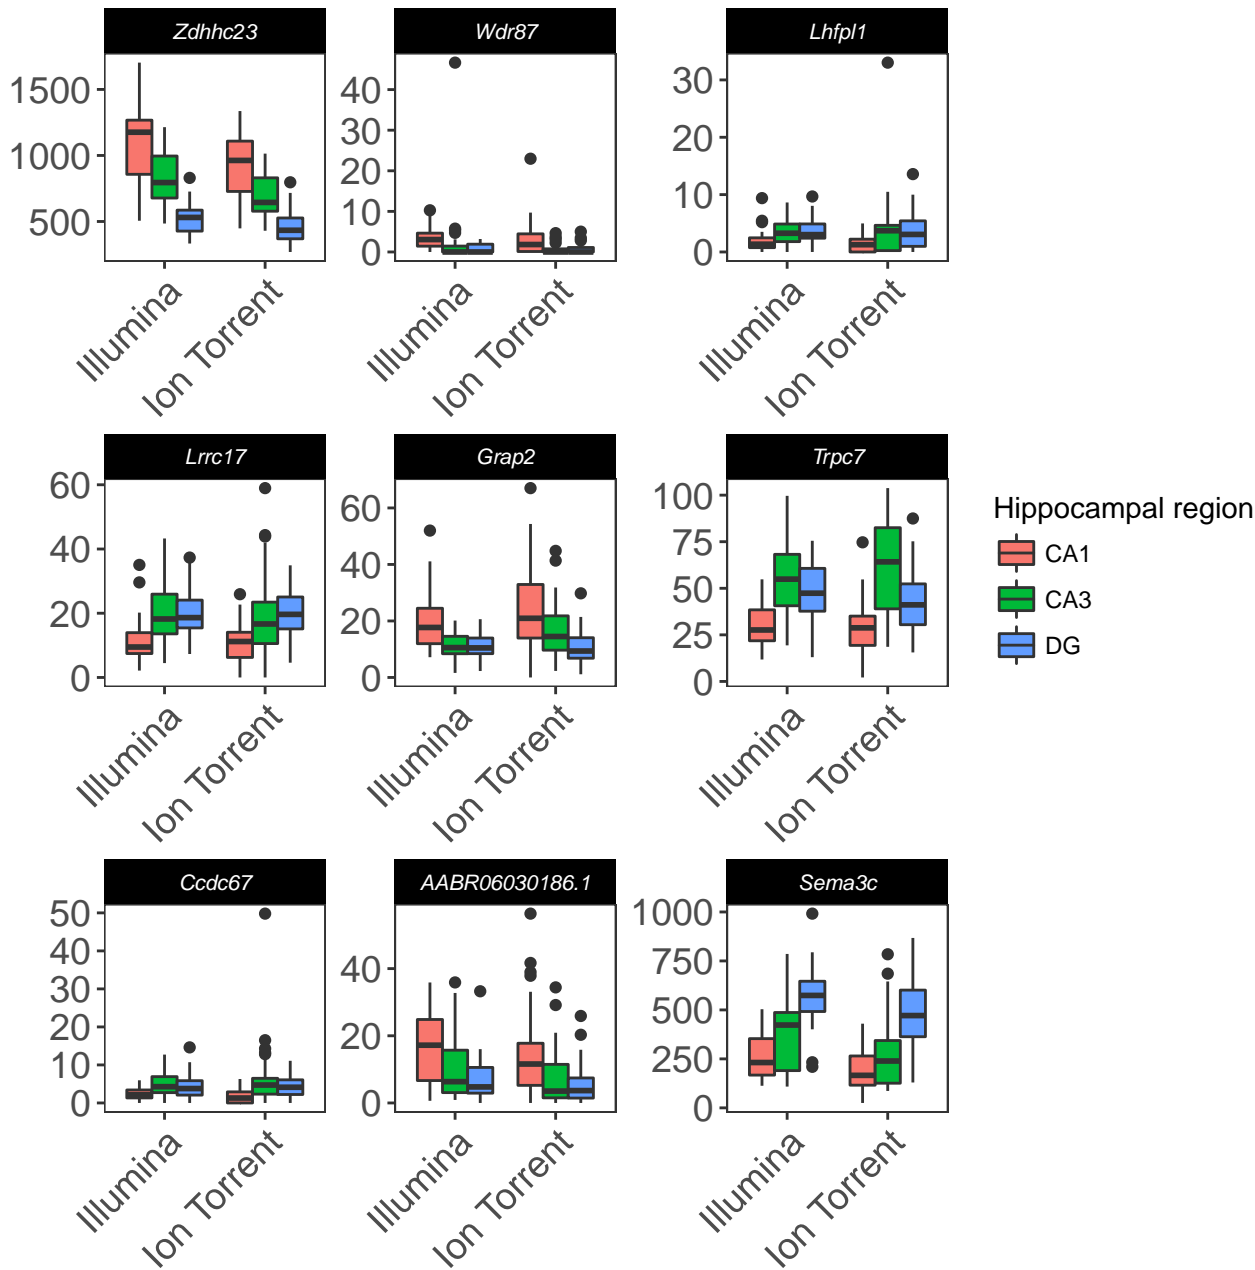

# Normalized counts

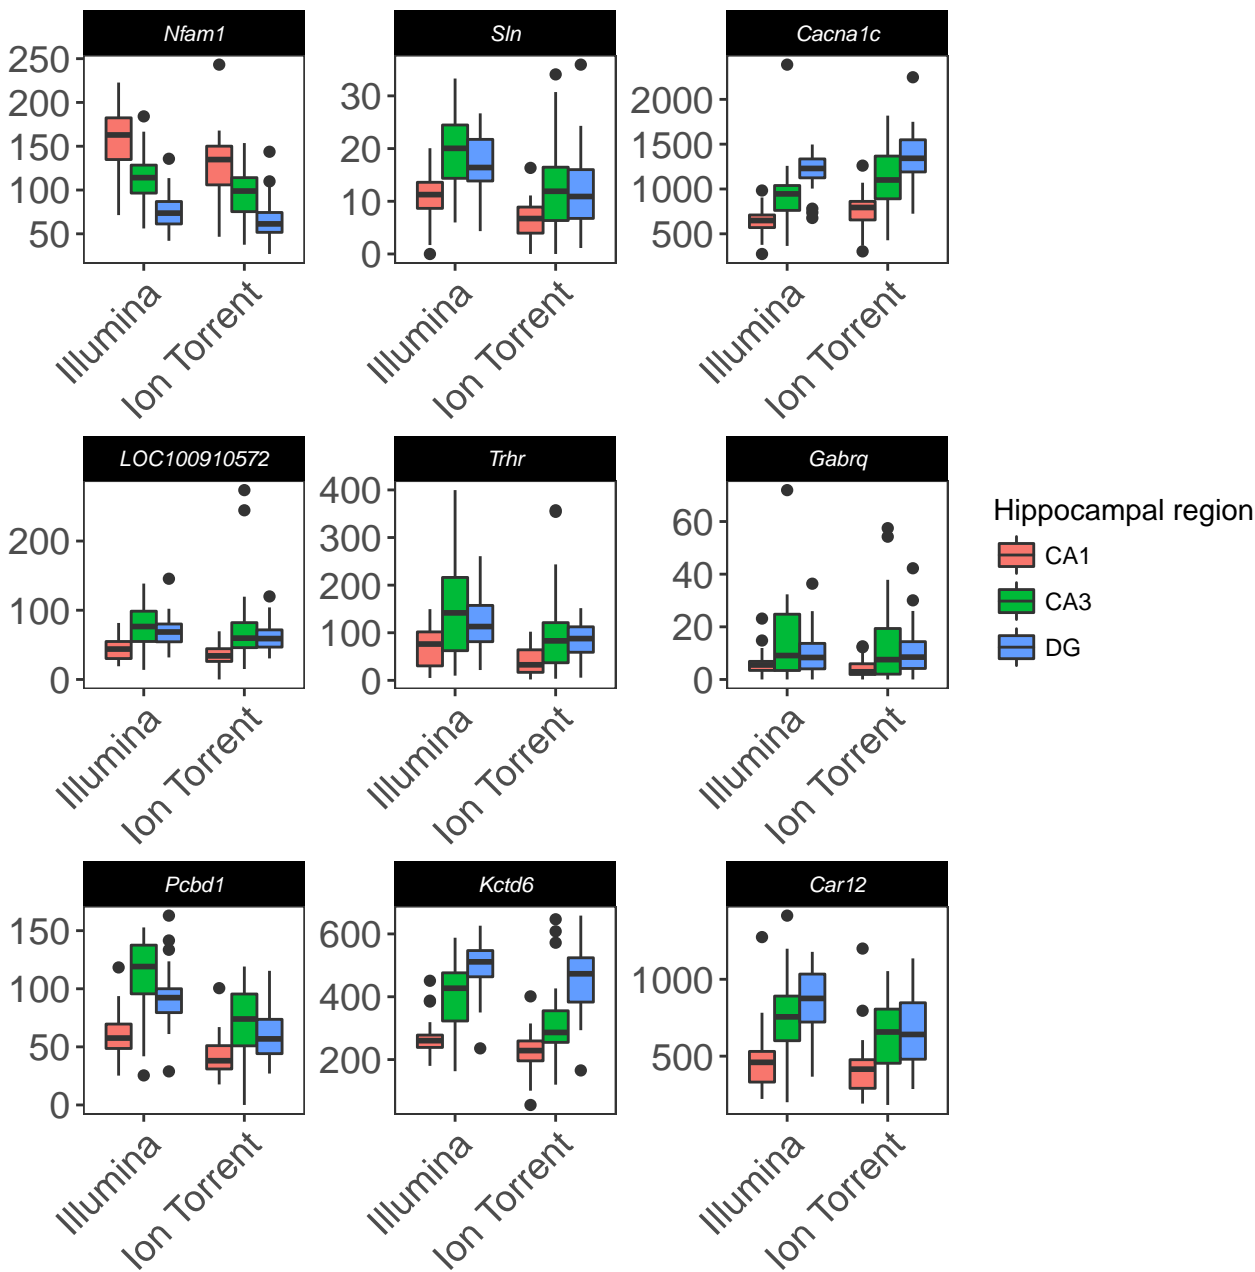

# Normalized counts

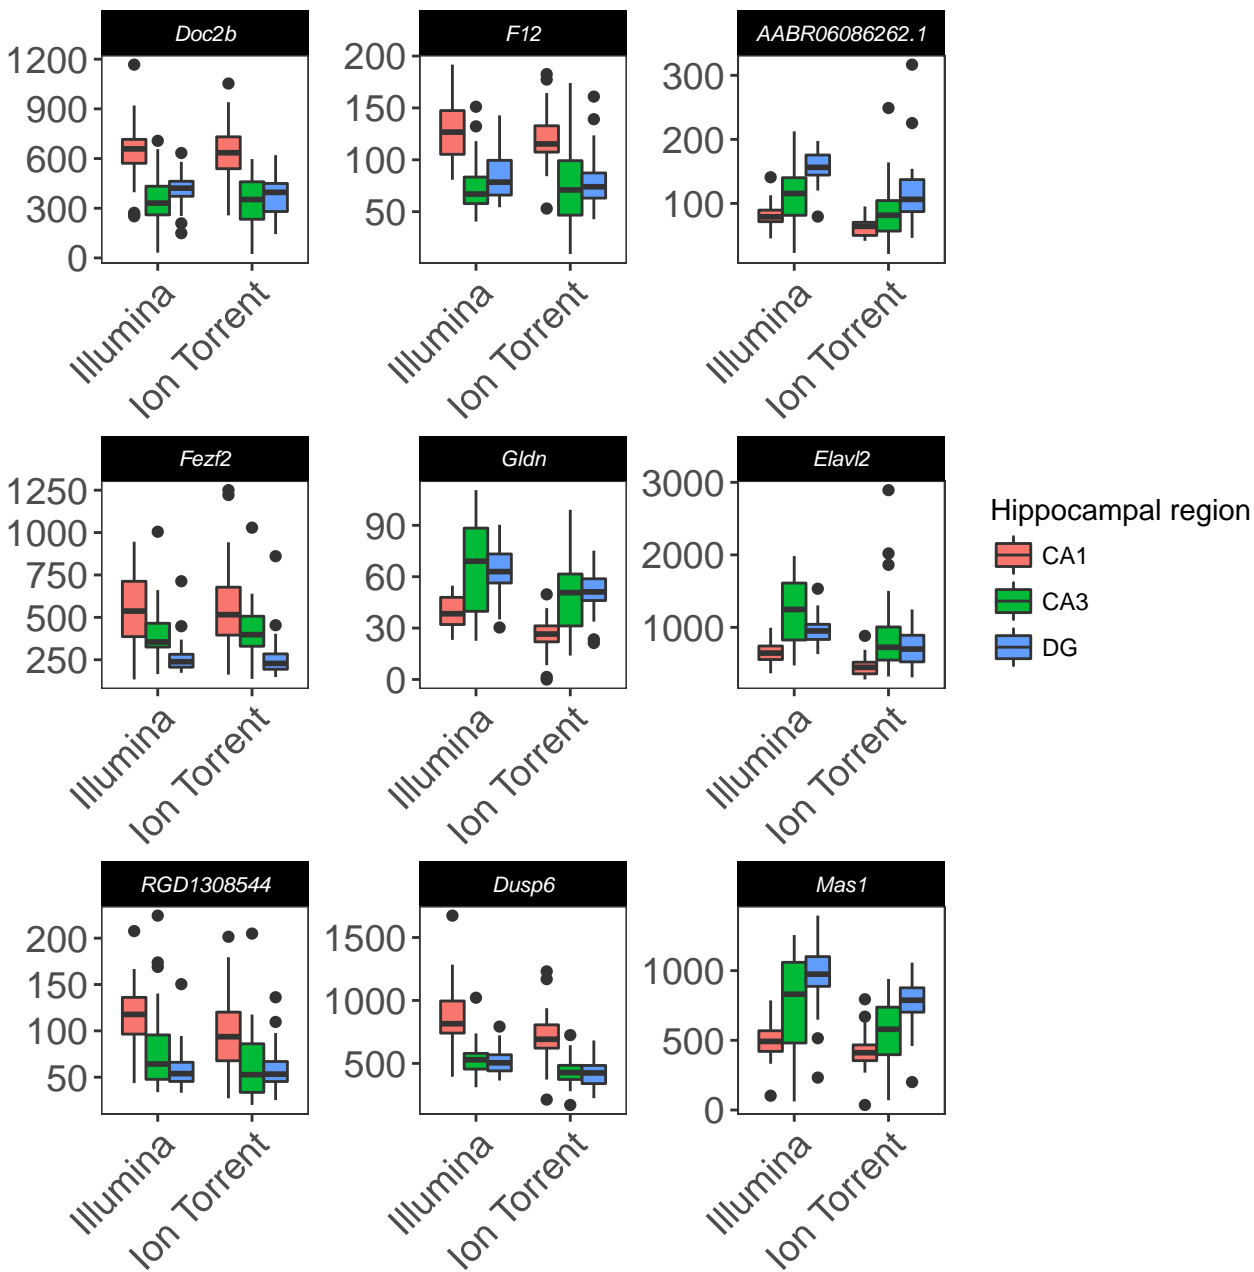

# Normalized counts

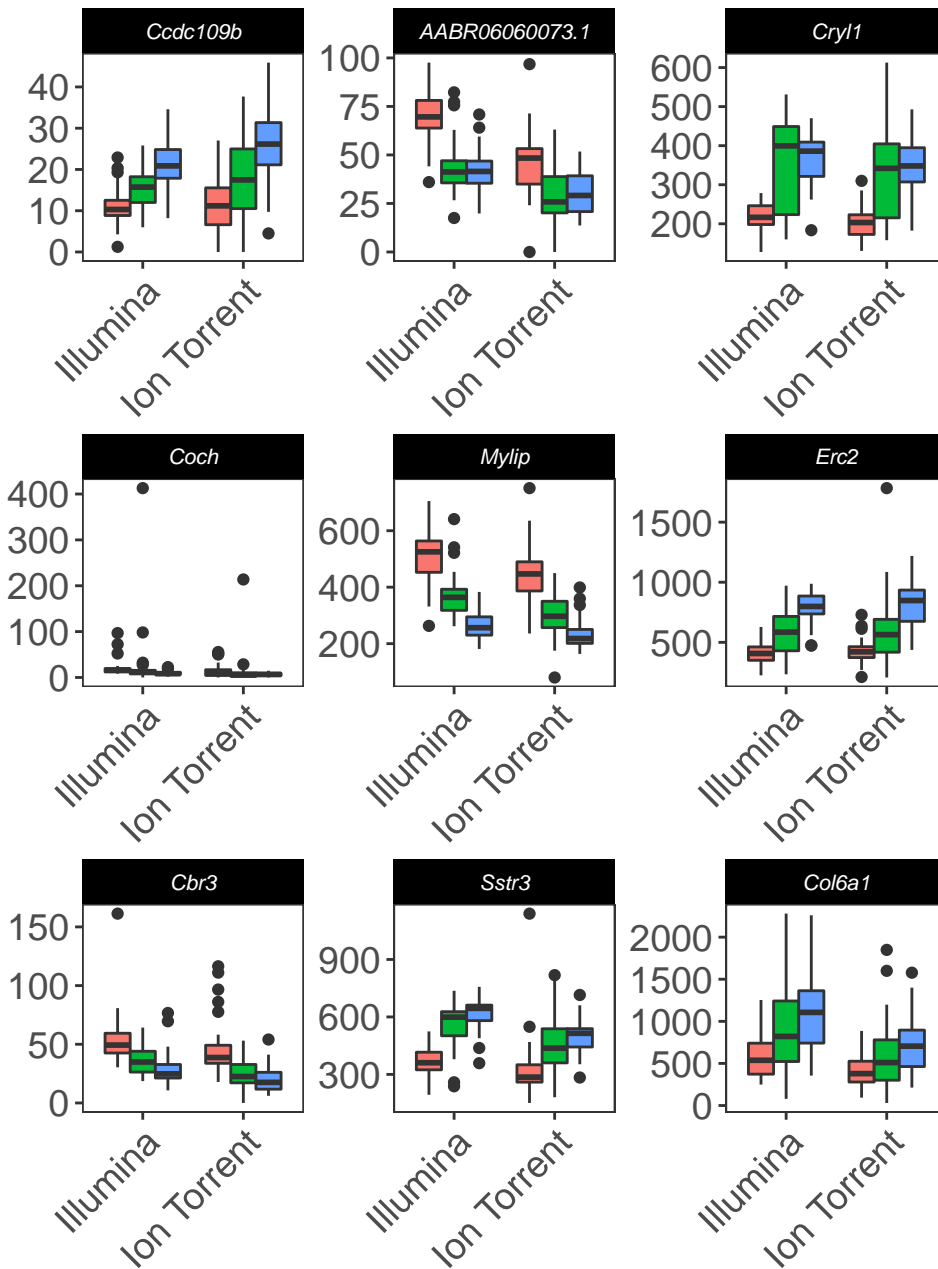

Hippocampal region

# Normalized counts

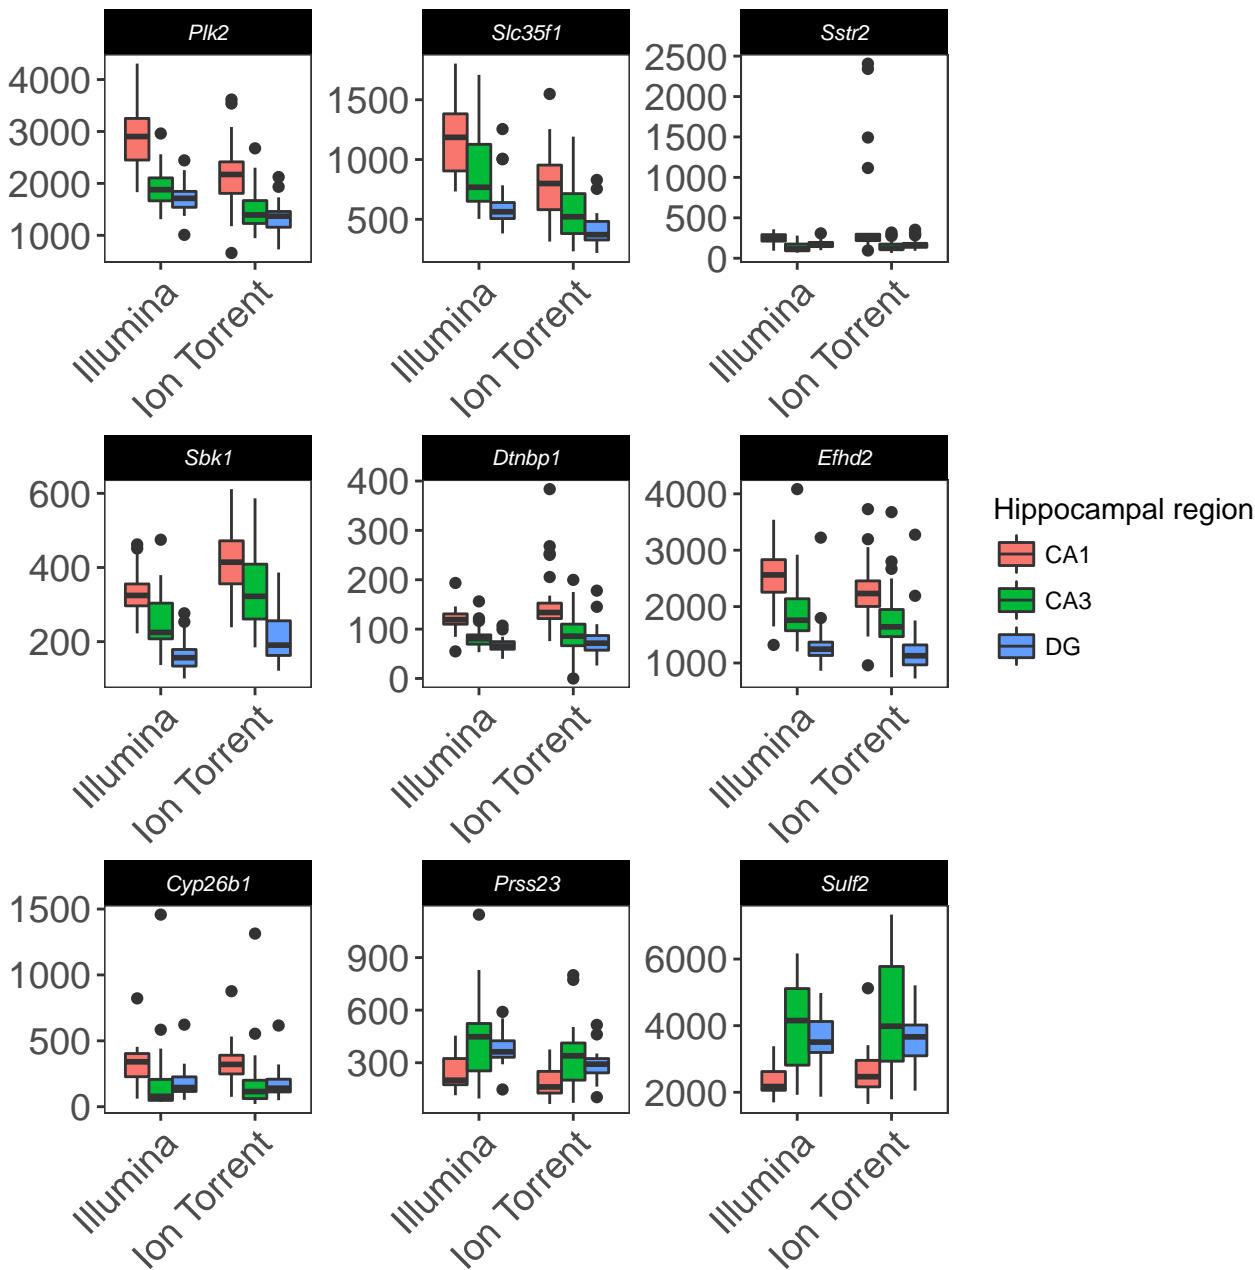

# Normalized counts

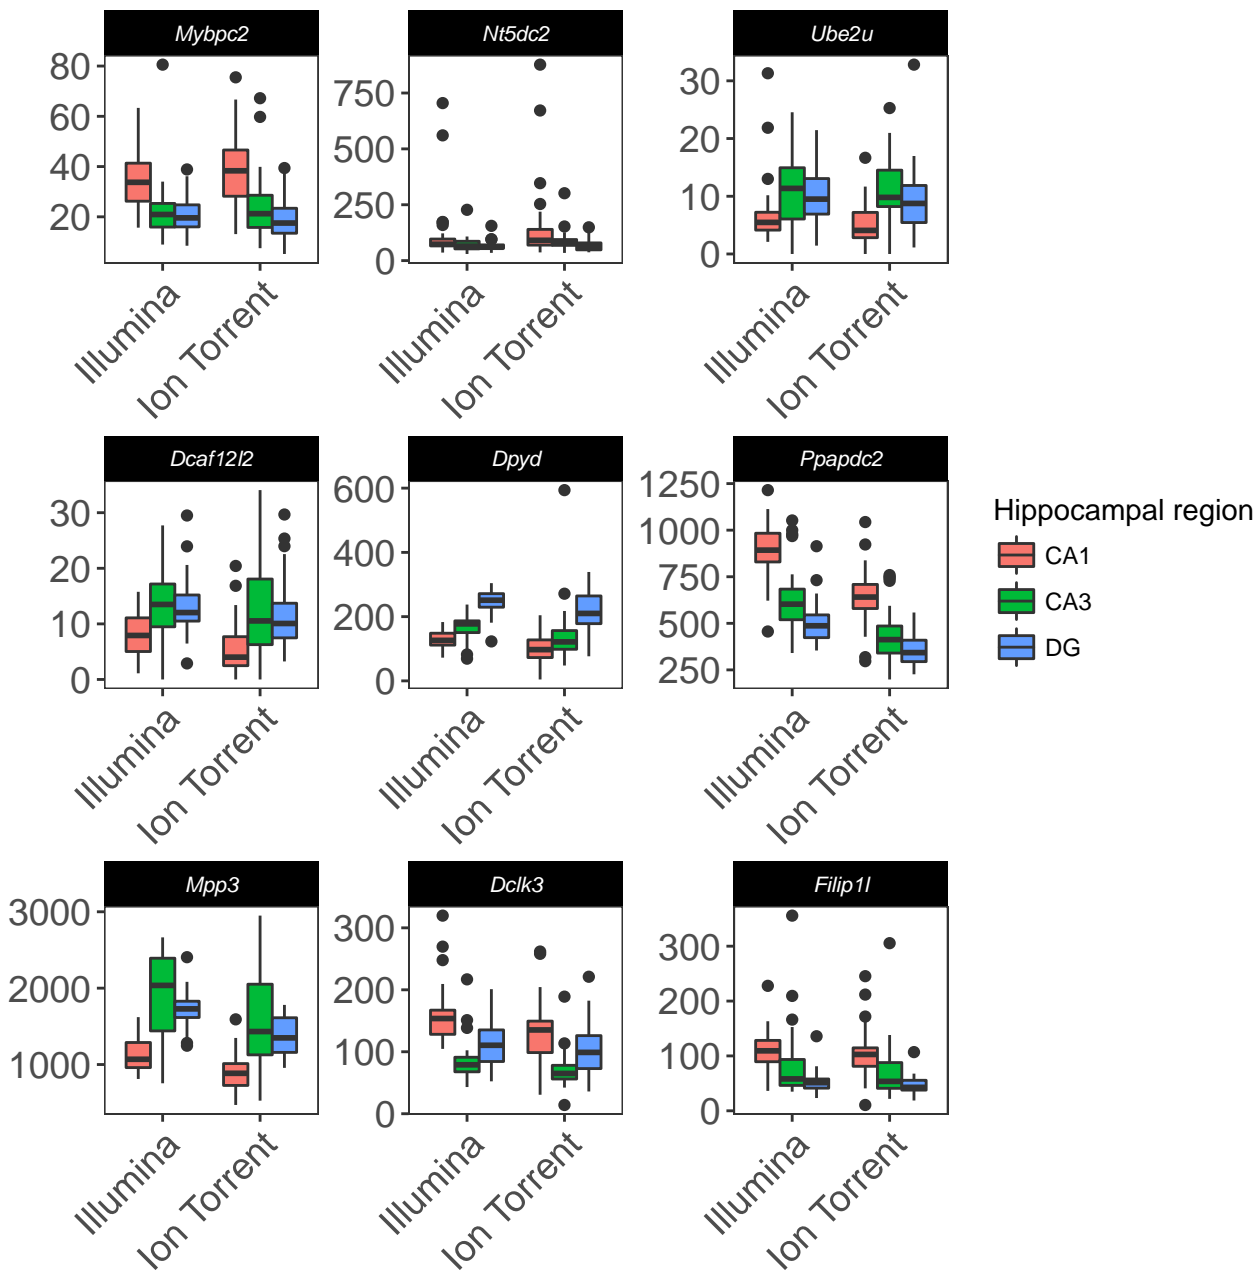

# Normalized counts

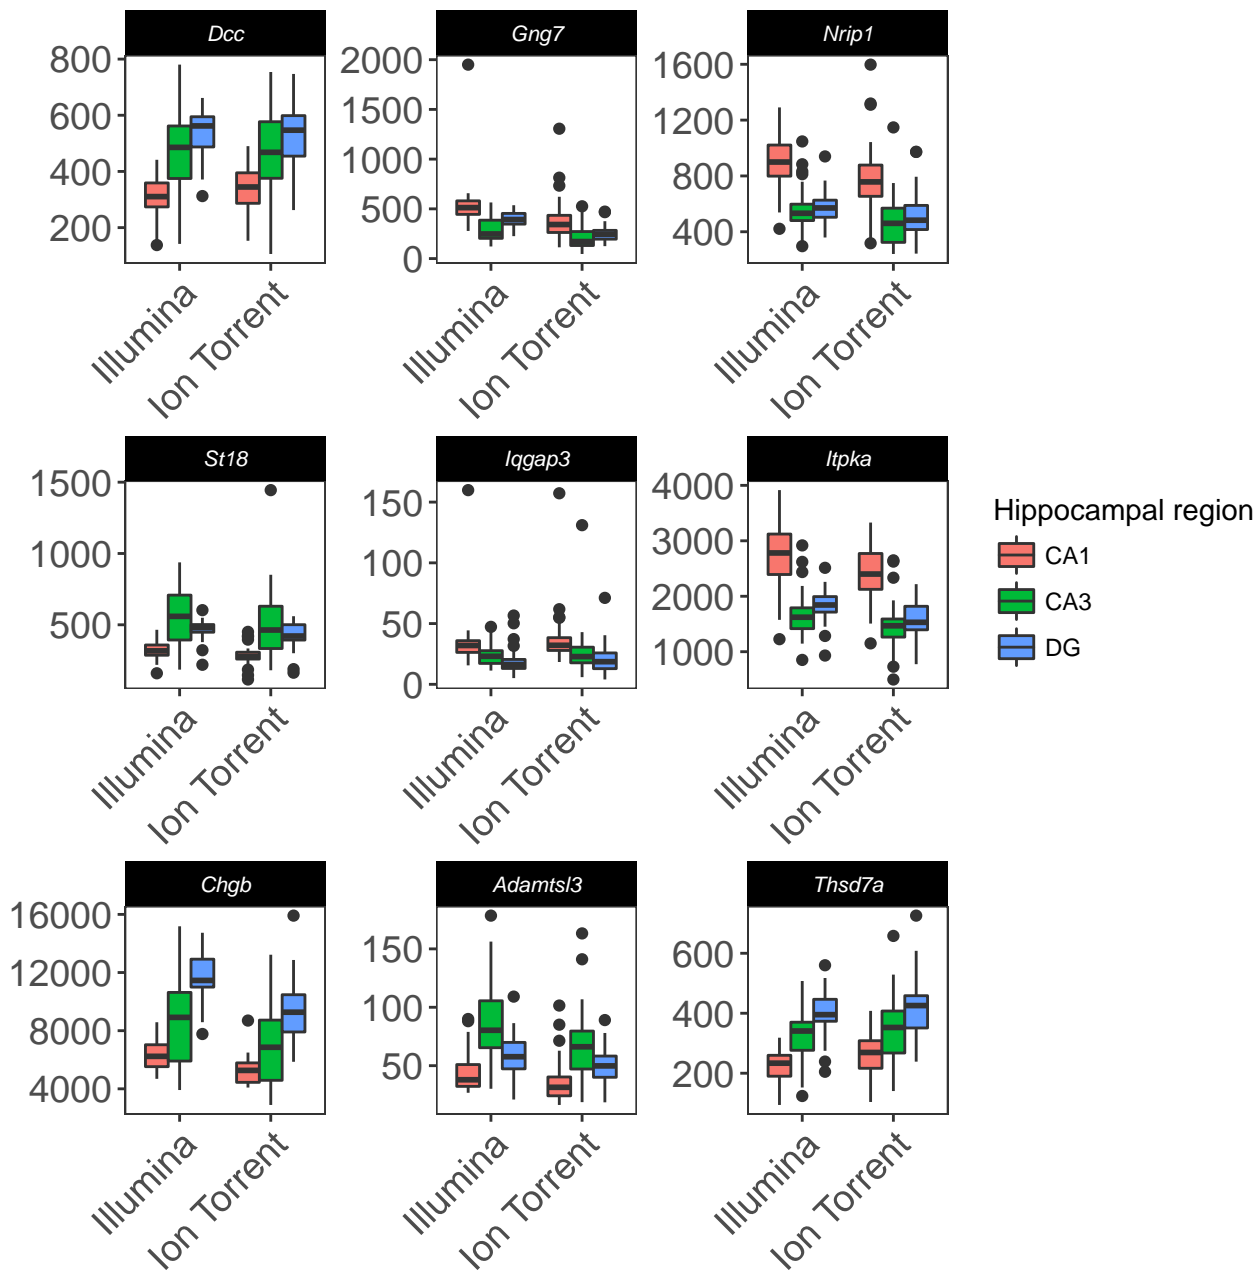

# Normalized counts

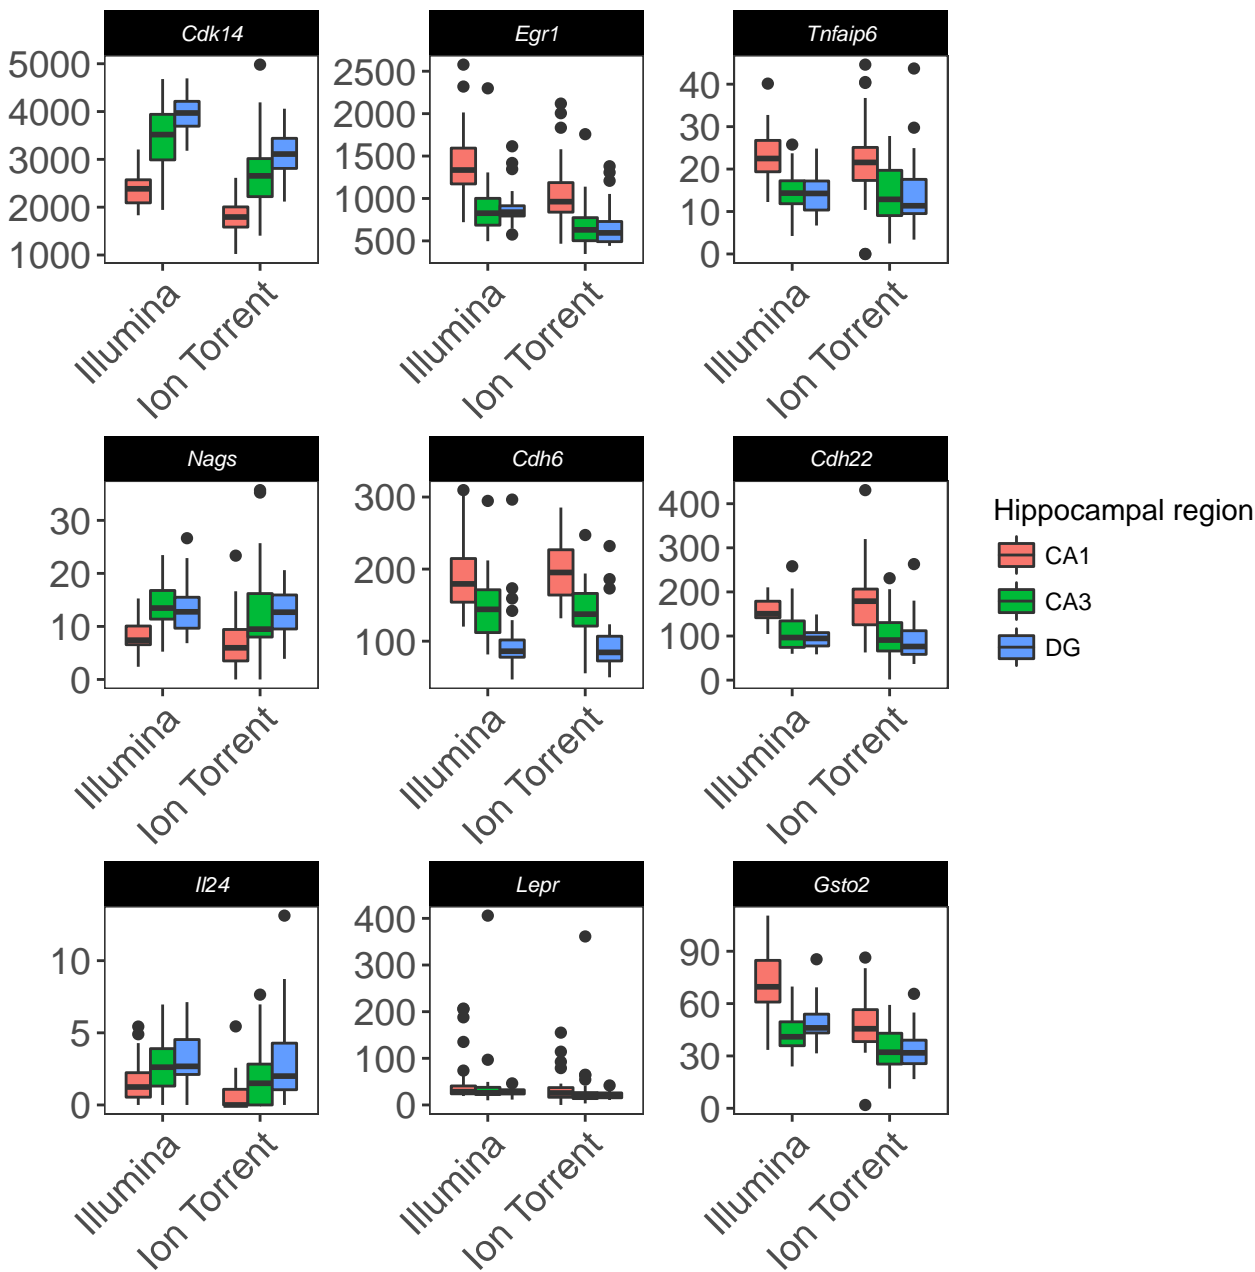

# Normalized counts

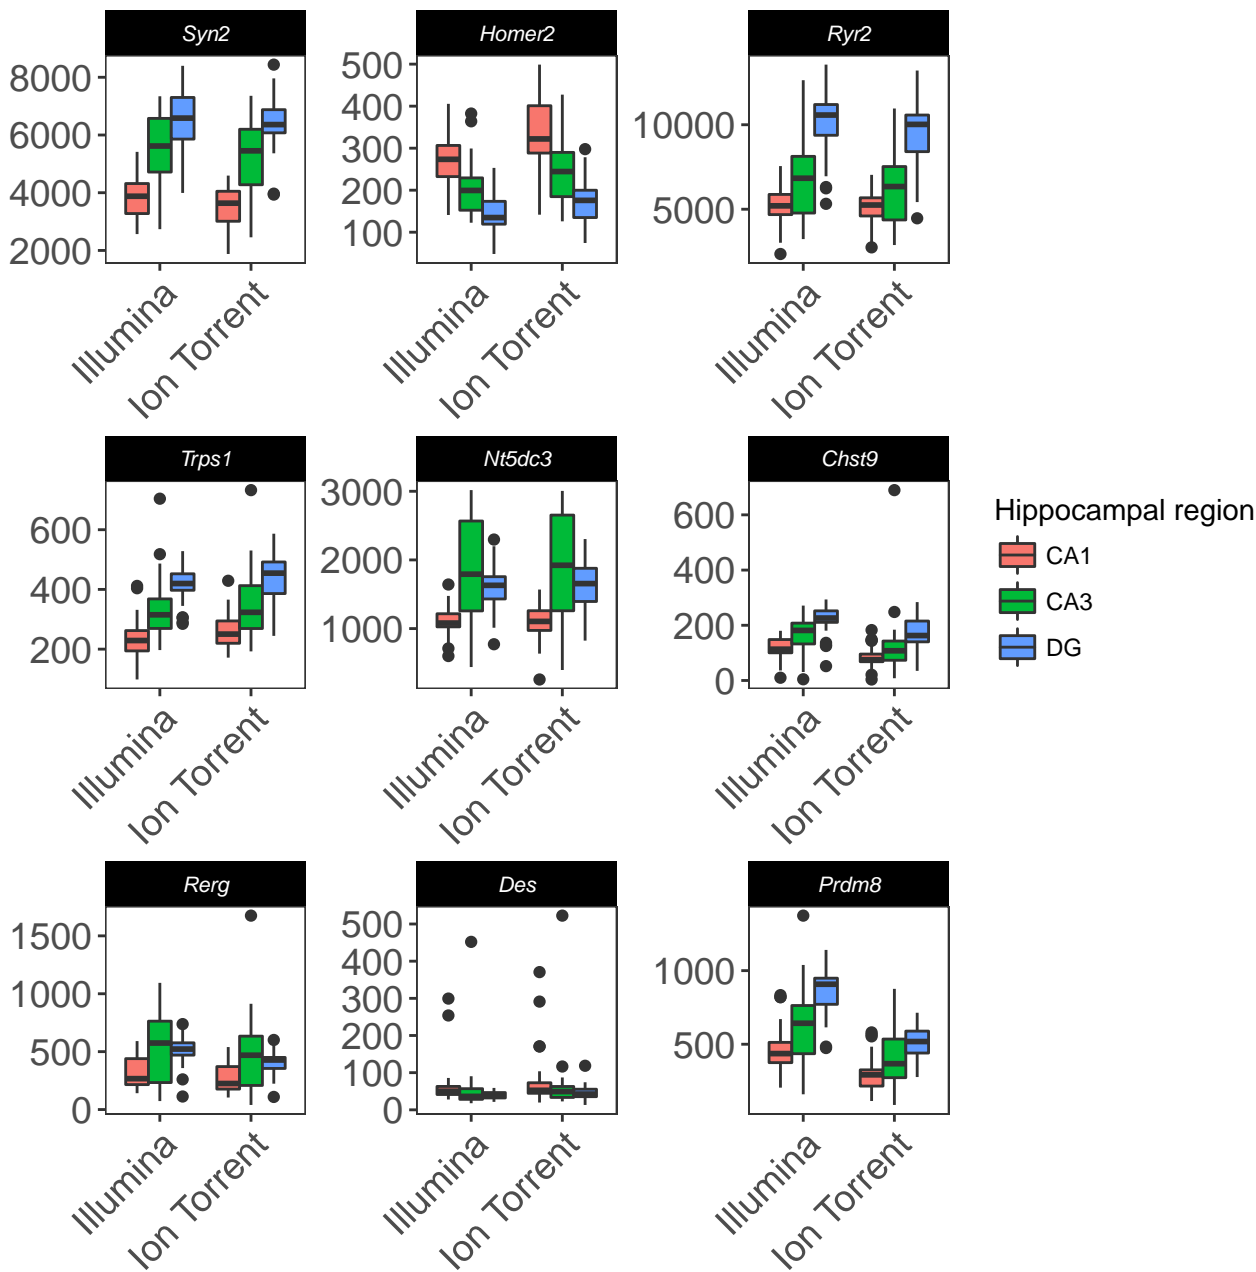

# Normalized counts

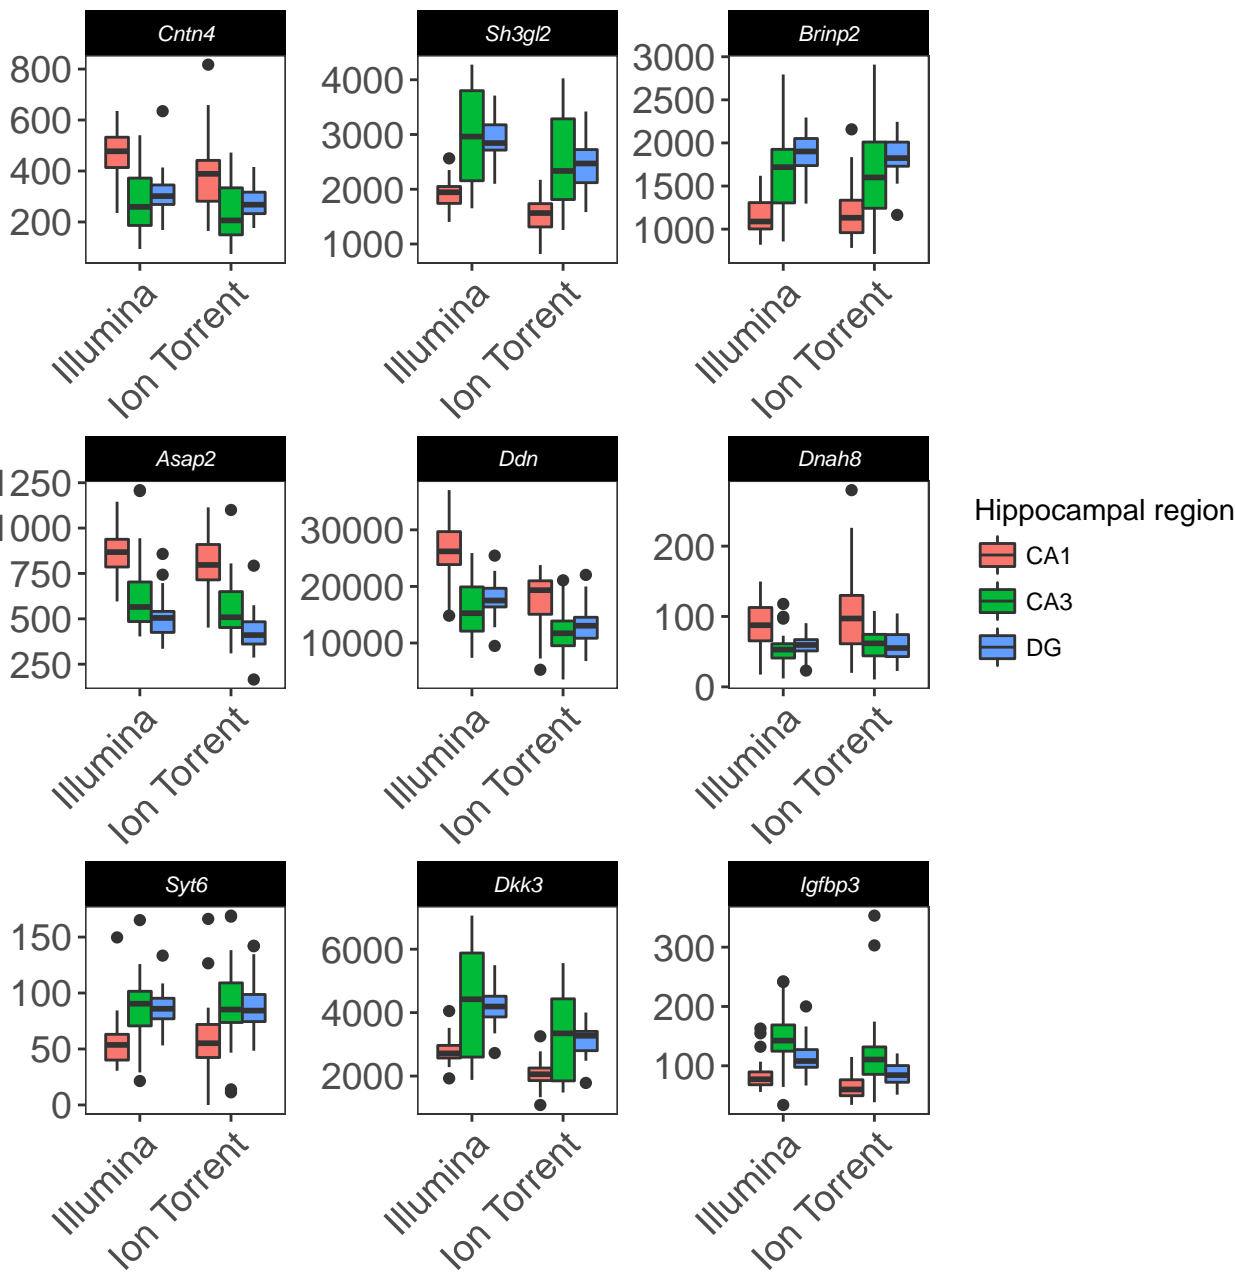

# Normalized counts

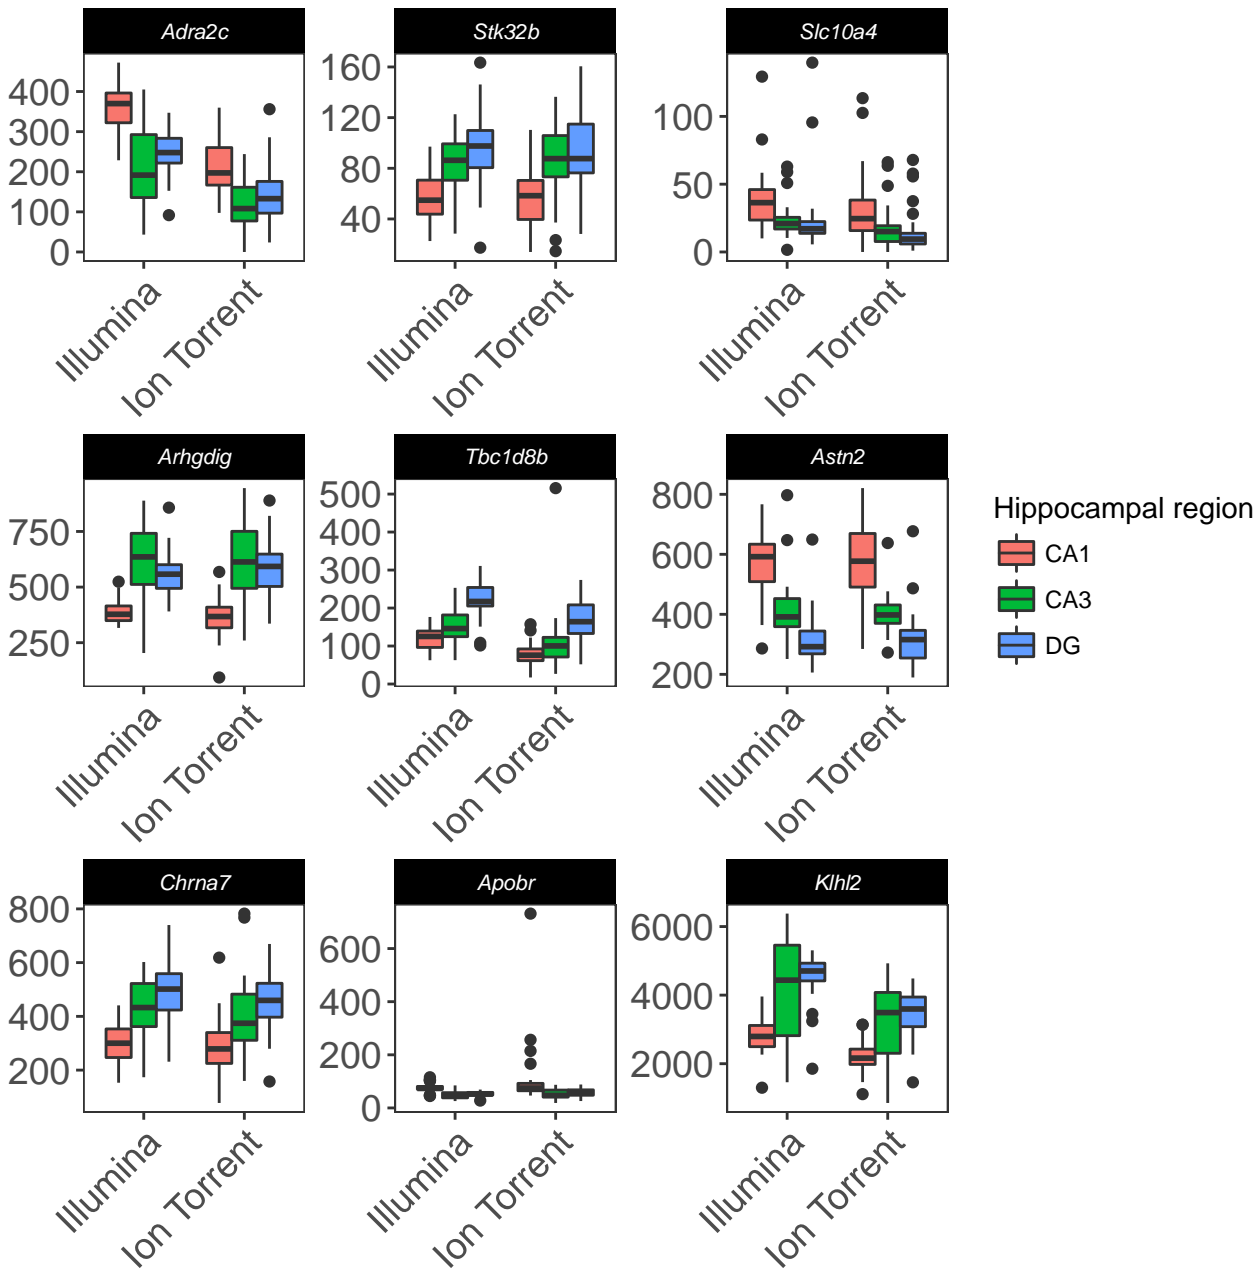

# Normalized counts

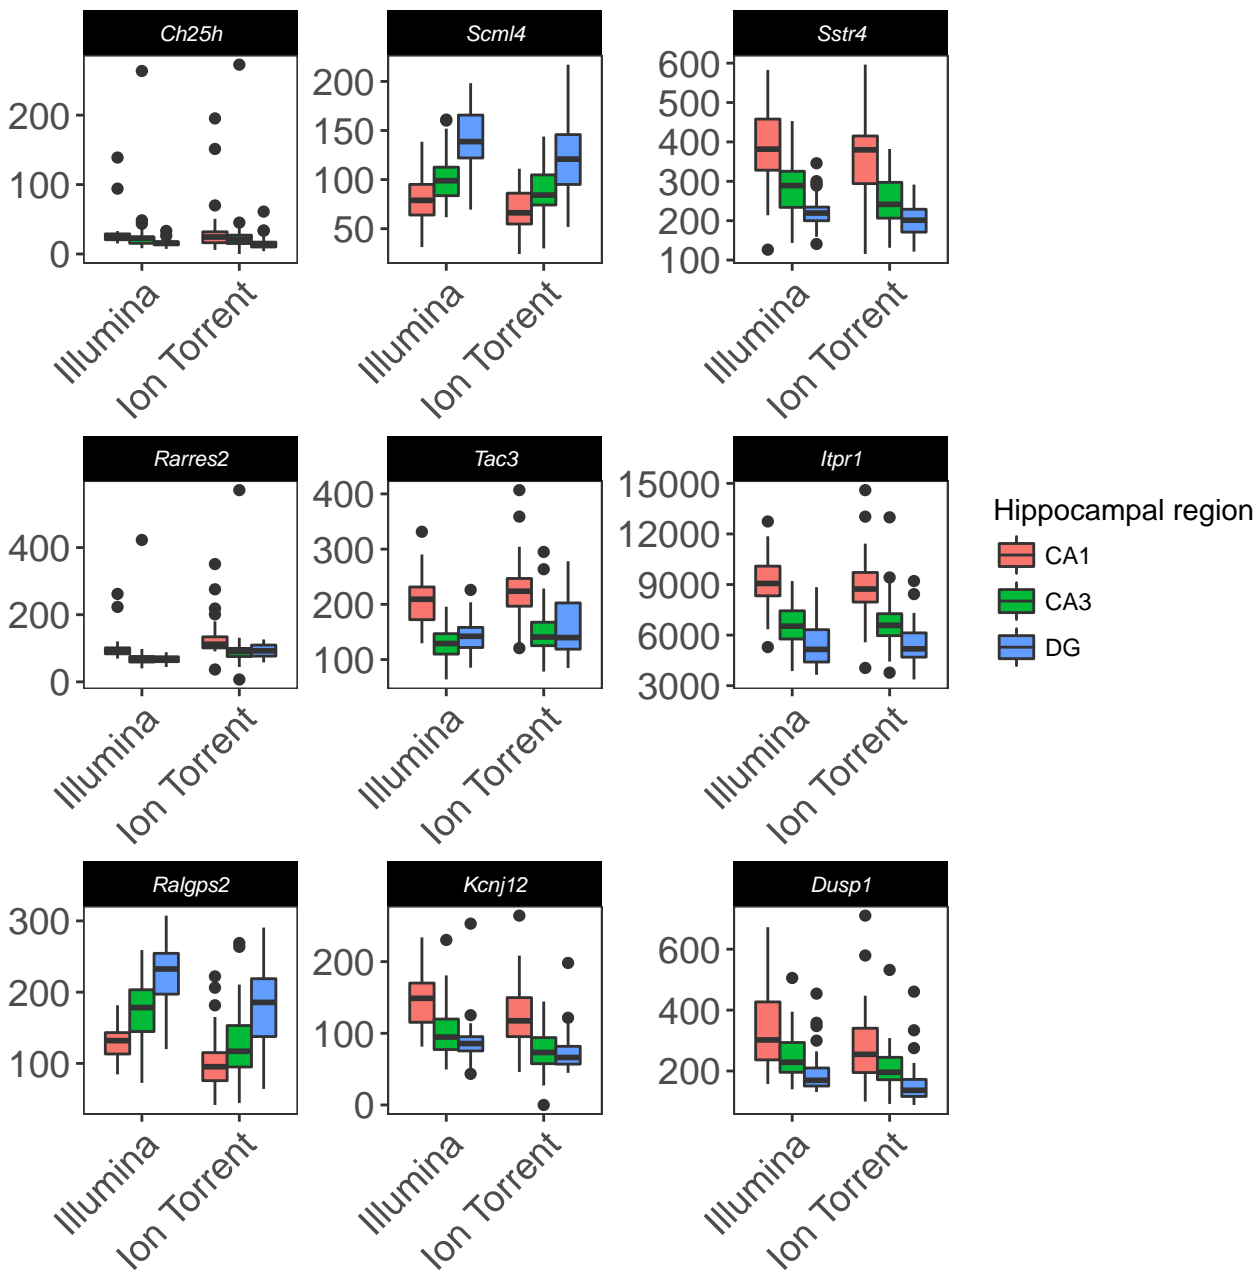

# Normalized counts

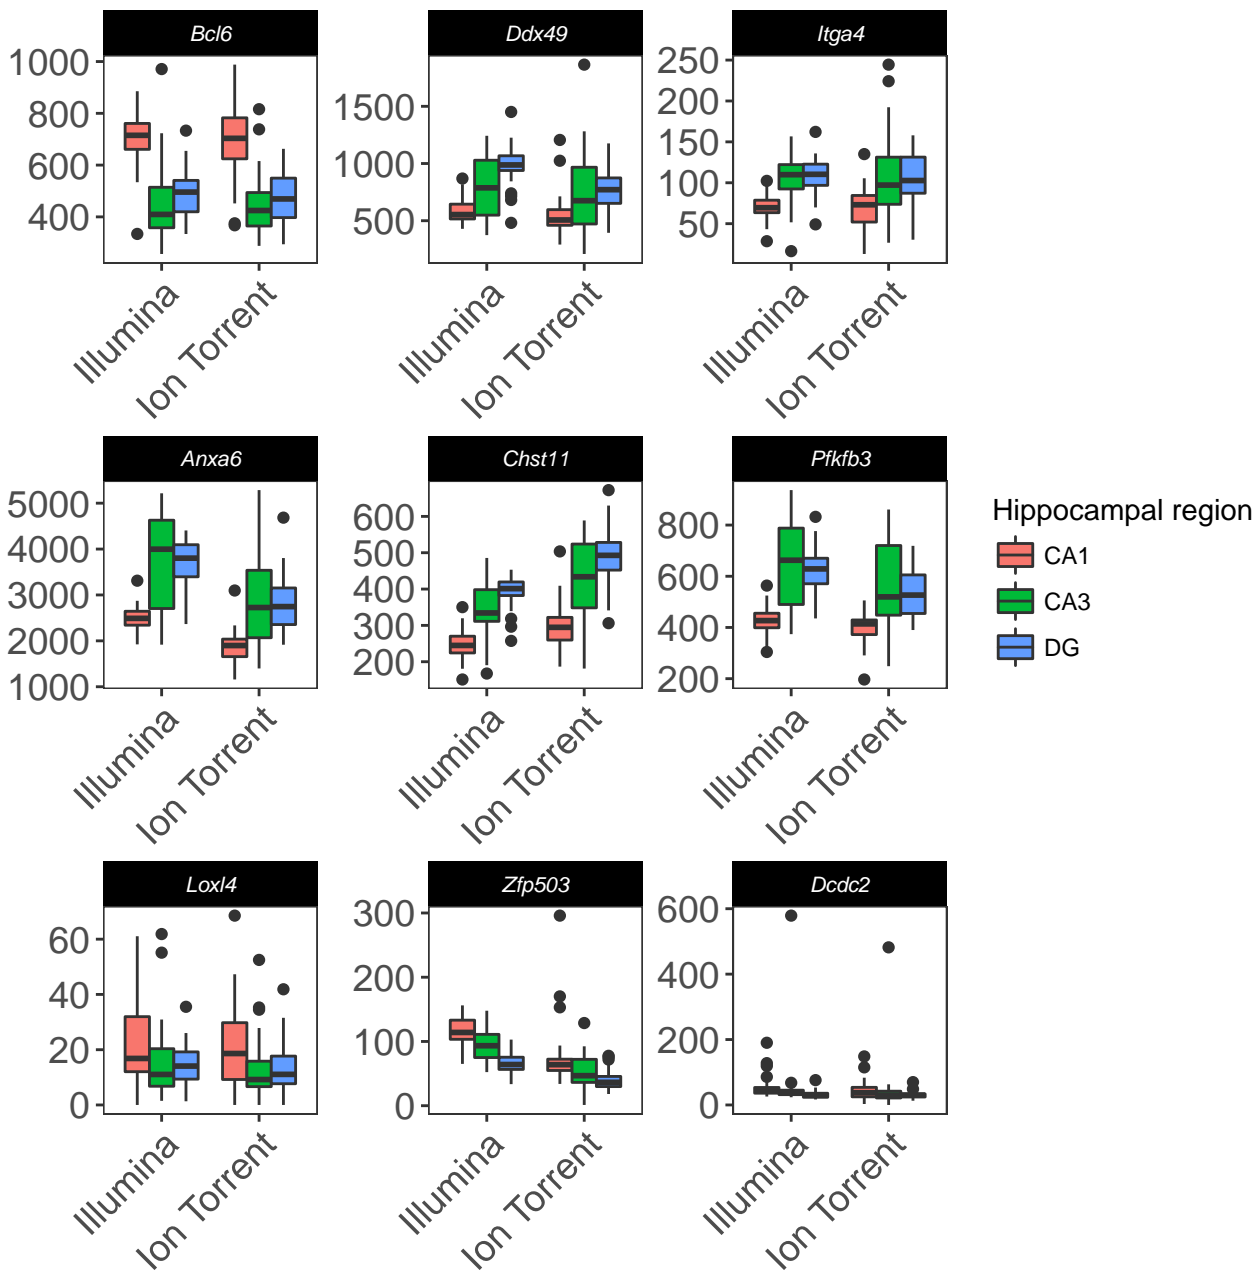

# Normalized counts

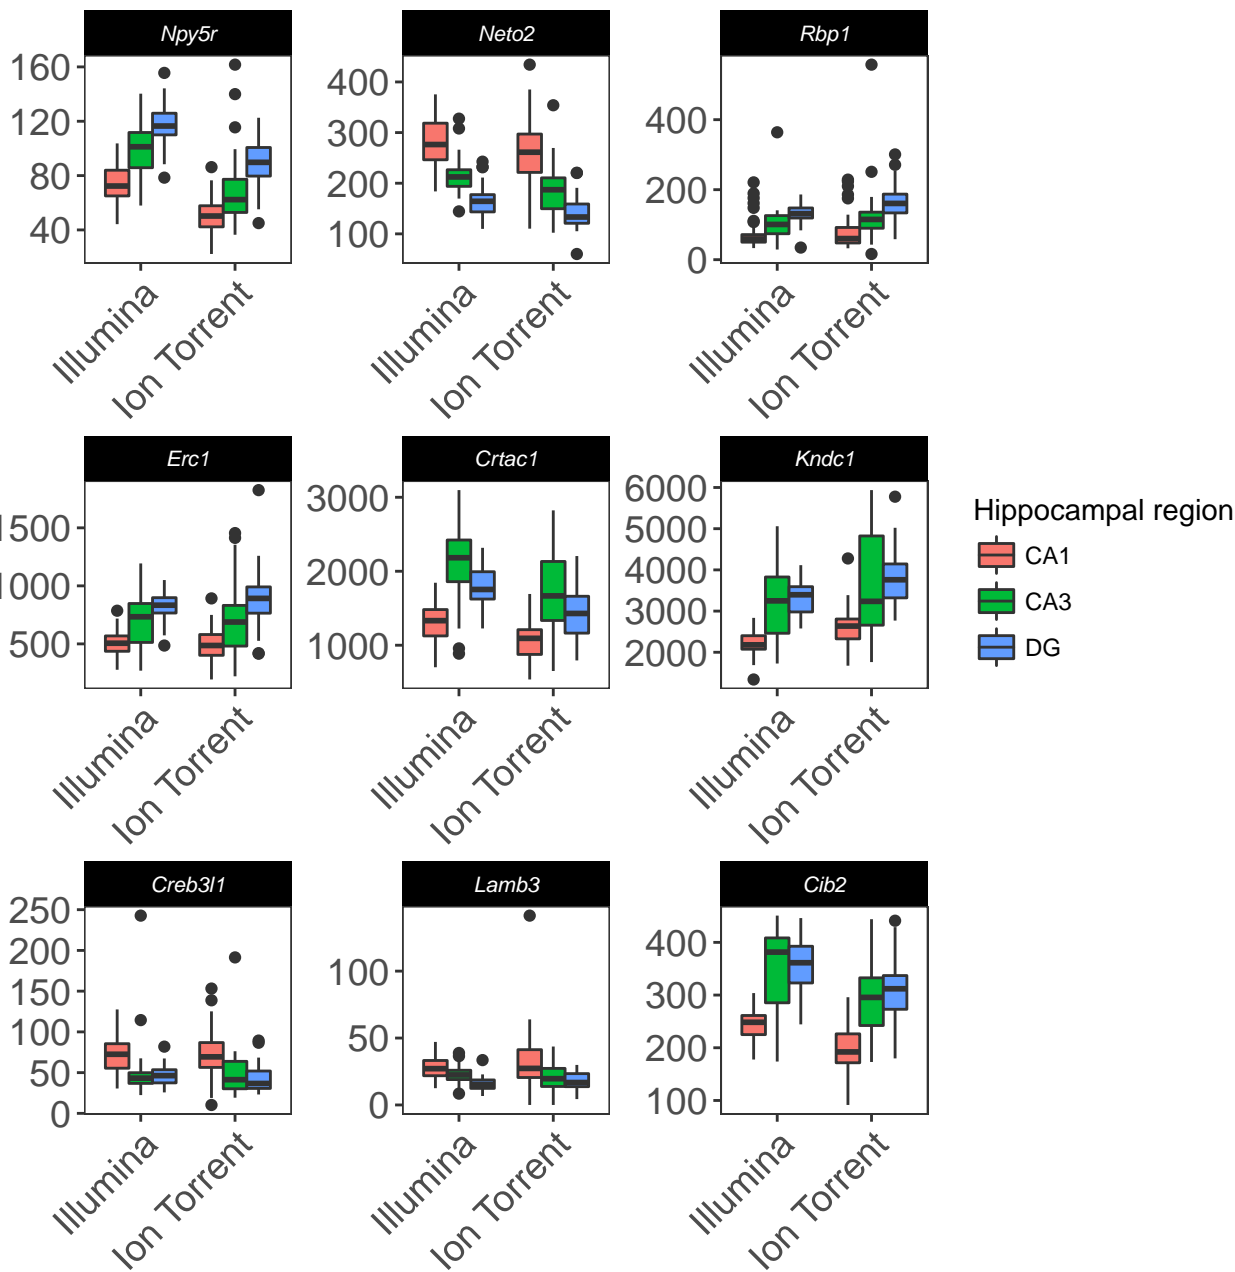

# Normalized counts

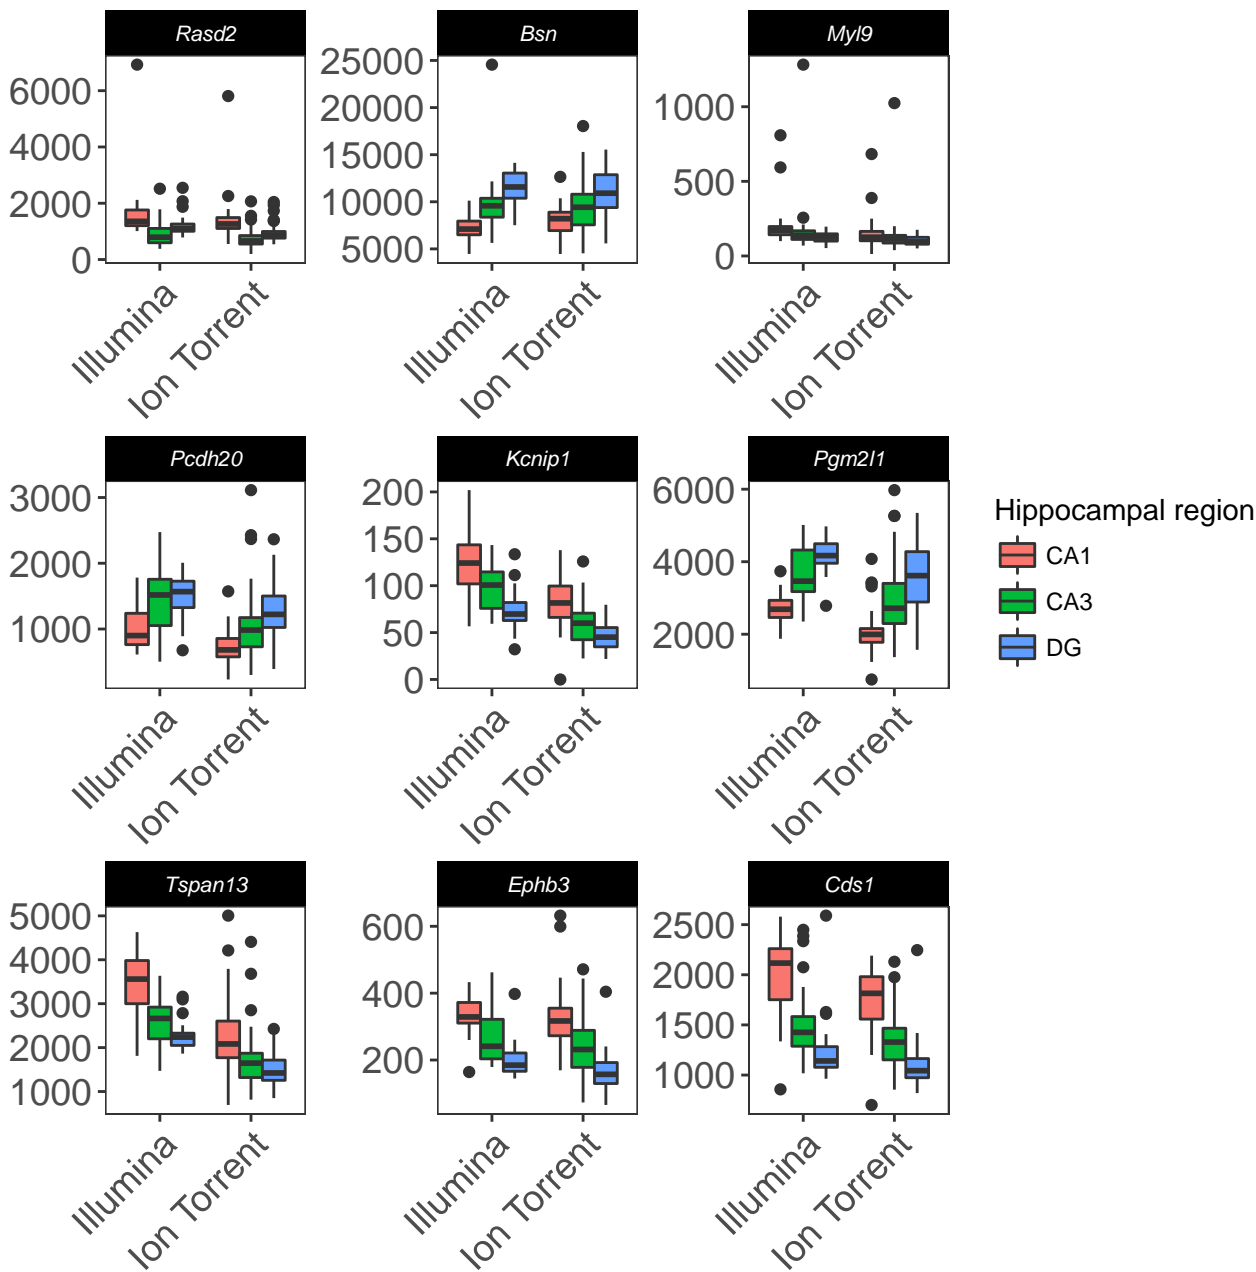

# Normalized counts

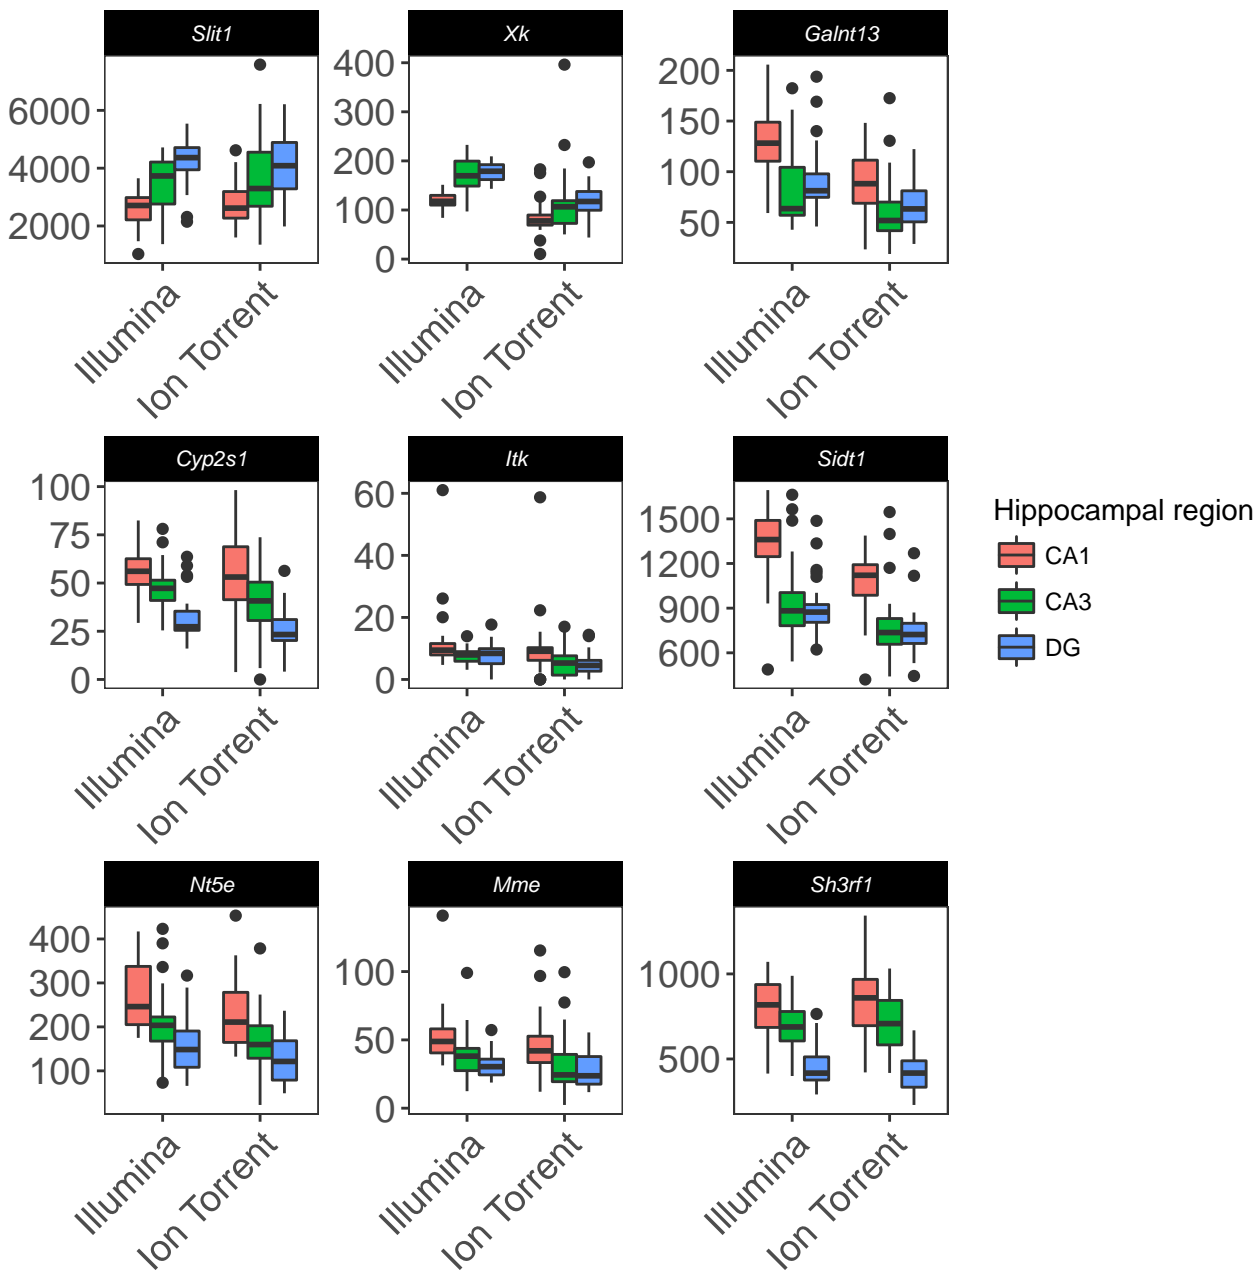

# Normalized counts

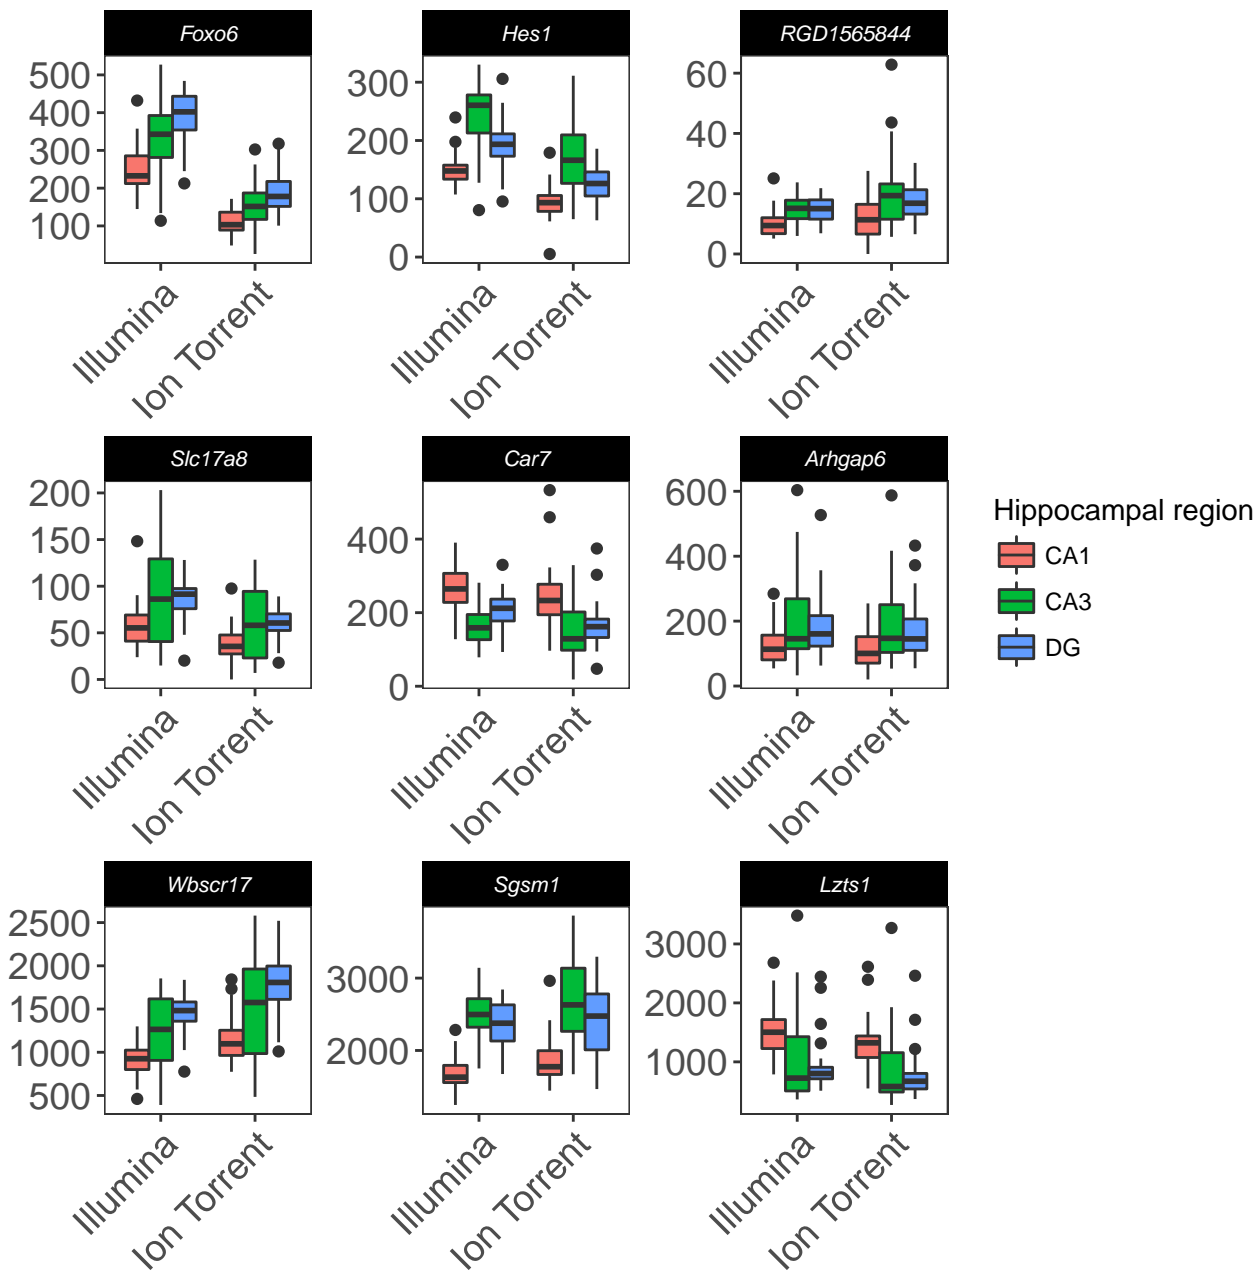

# Normalized counts

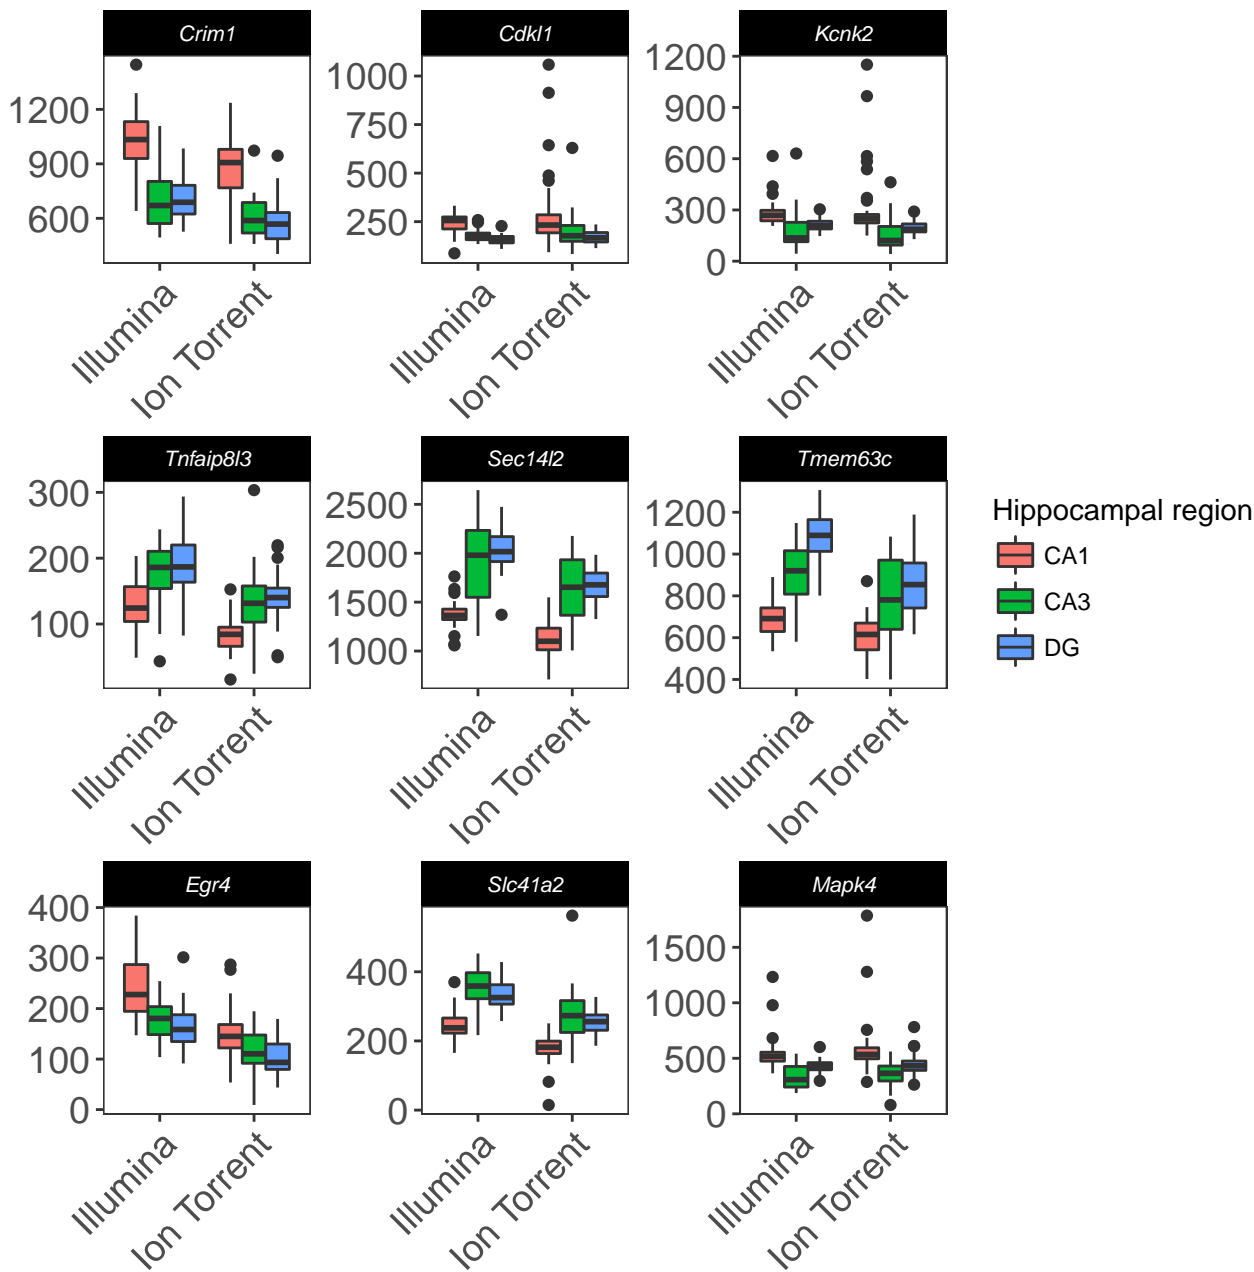

# Normalized counts

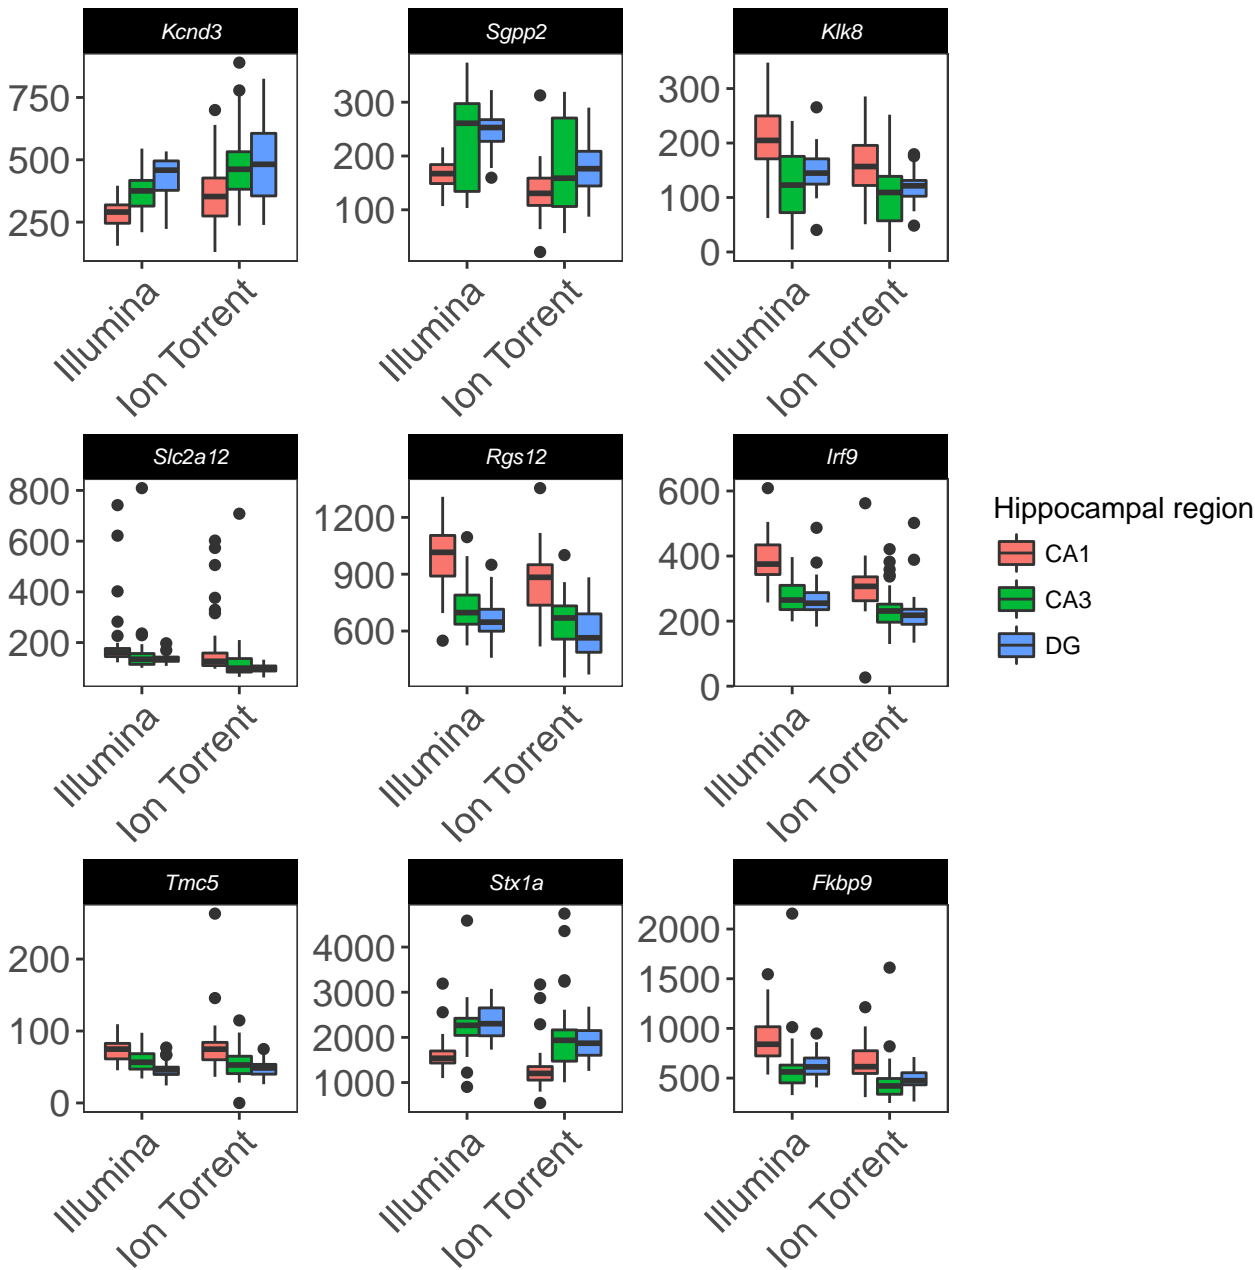

# Normalized counts

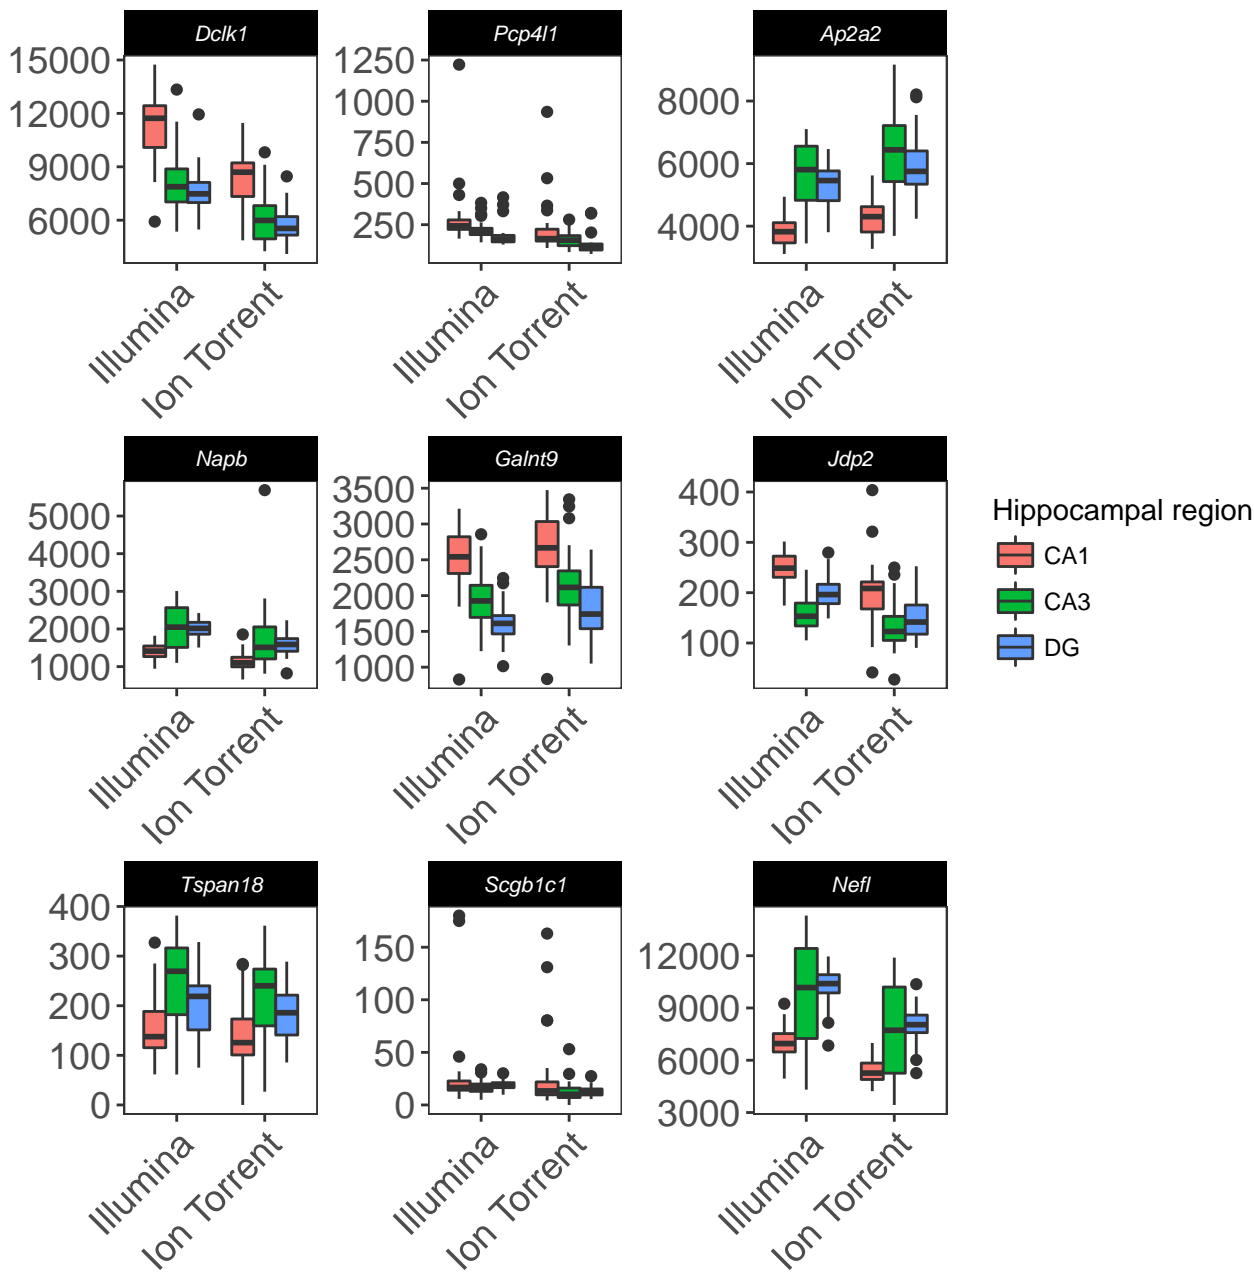

# Normalized counts

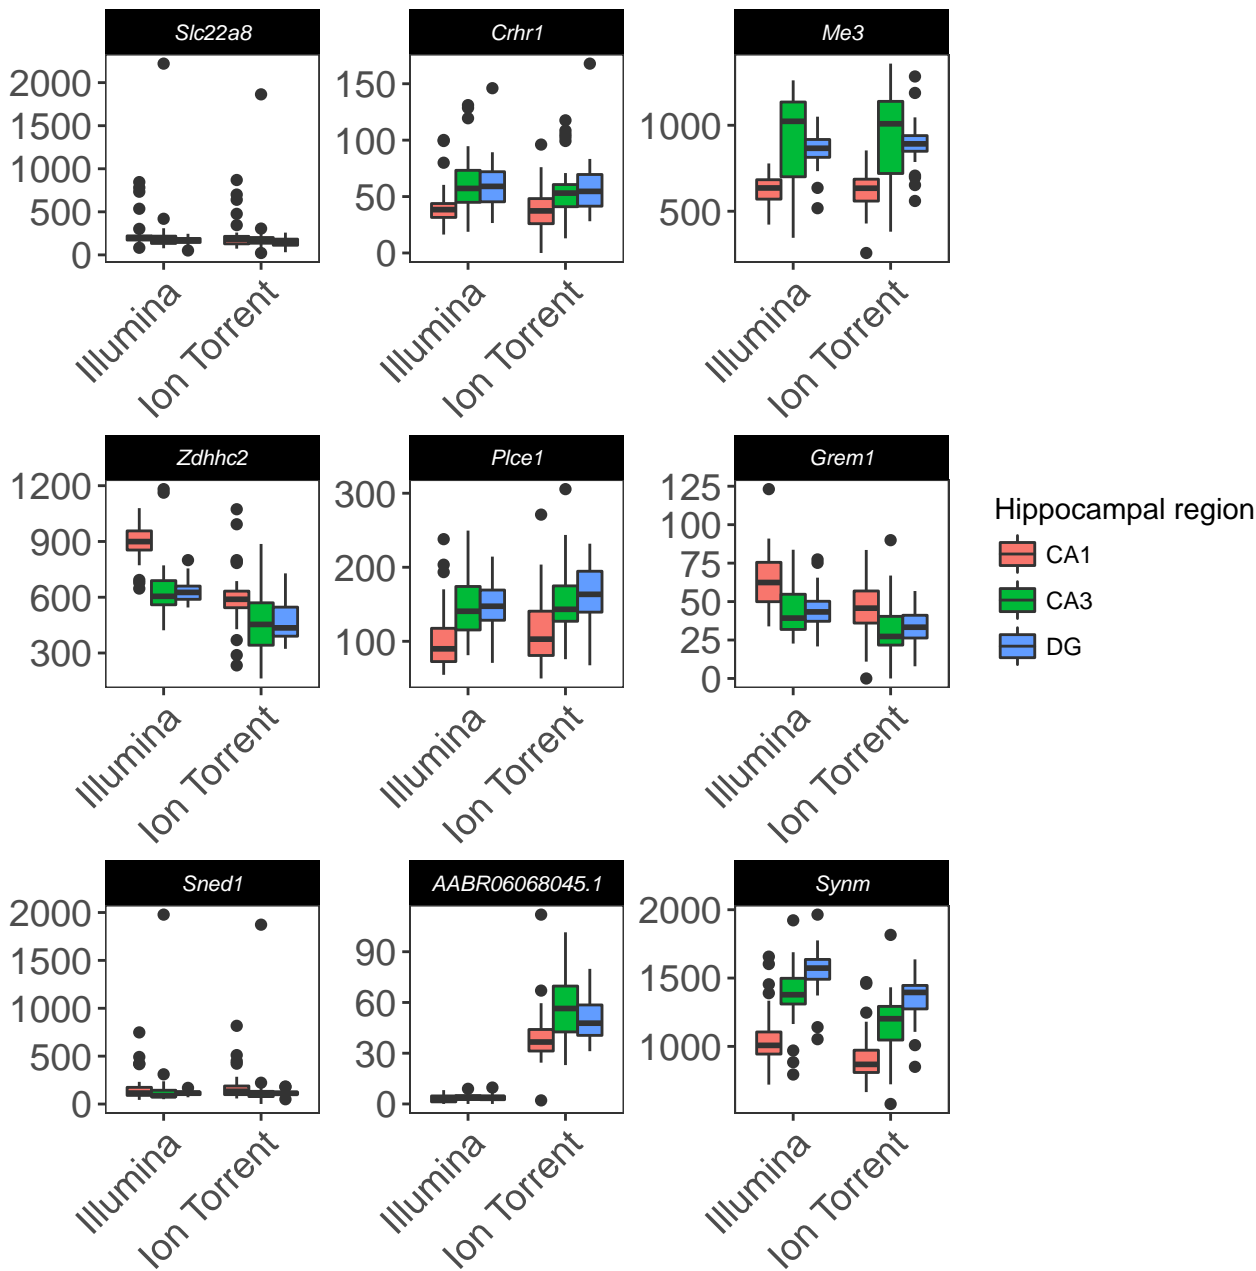

# Normalized counts

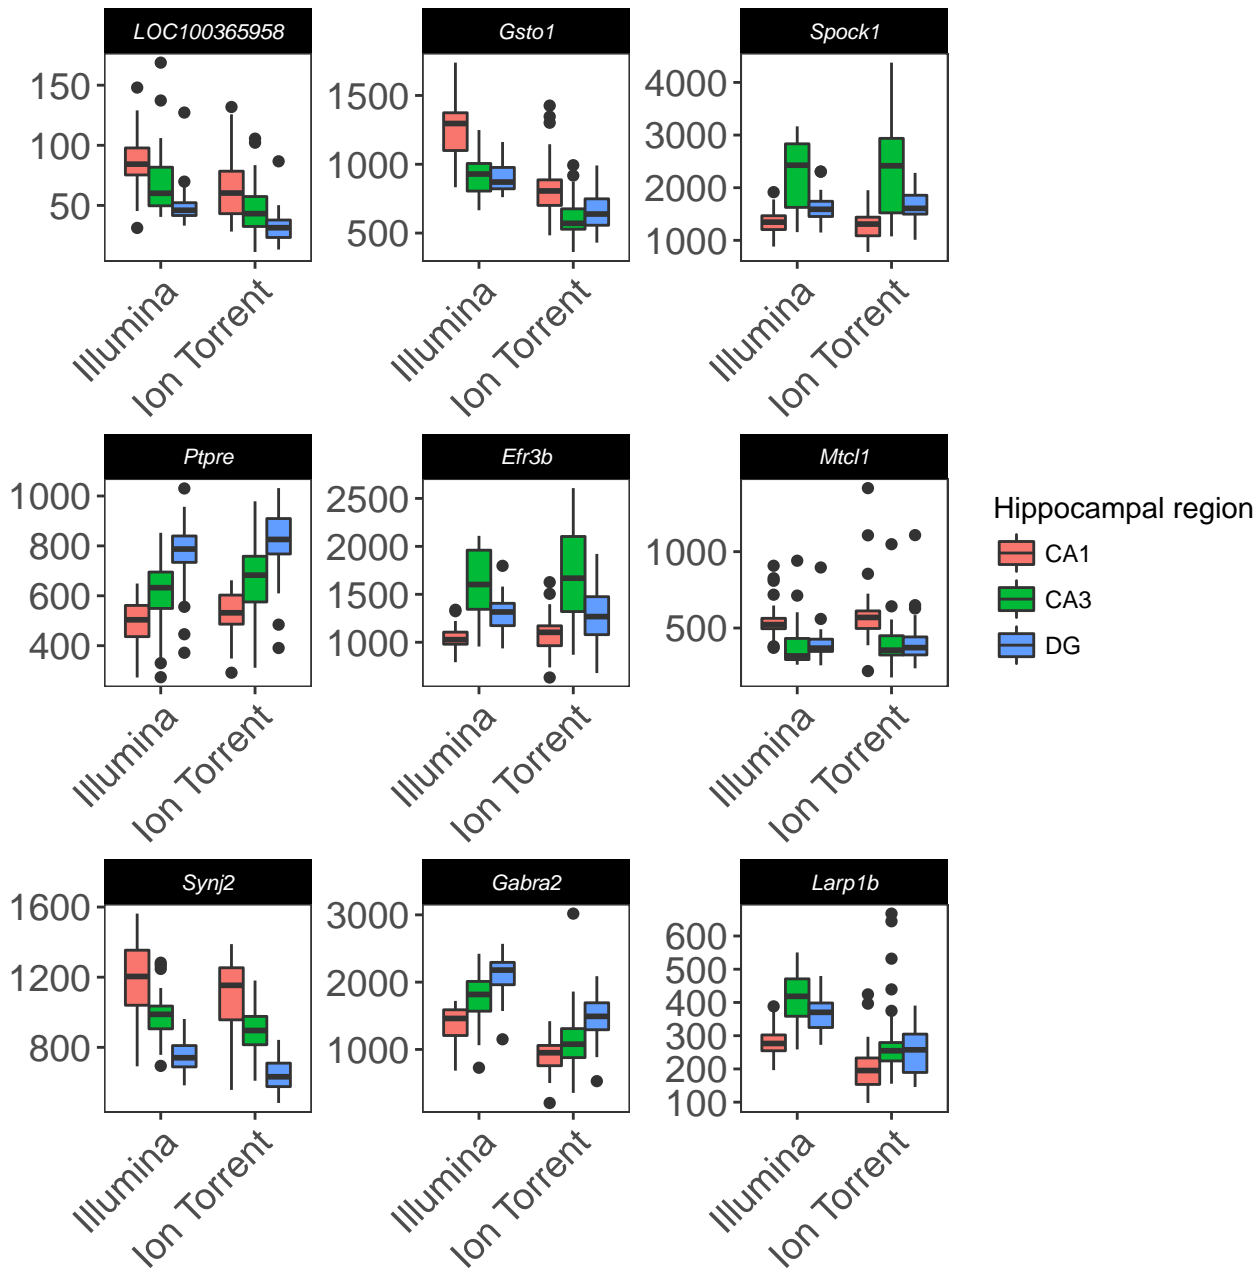

# Normalized counts

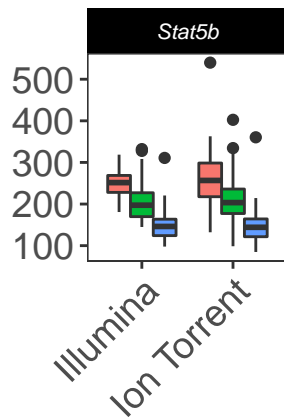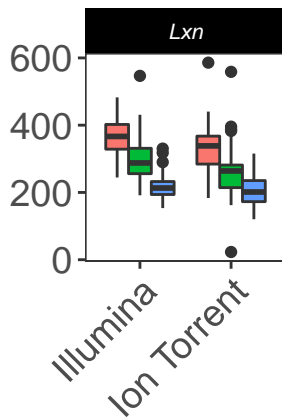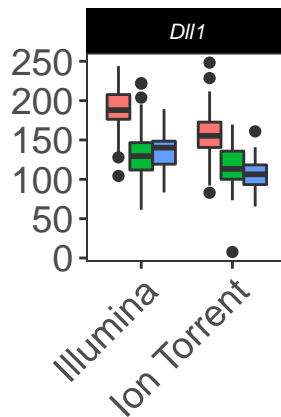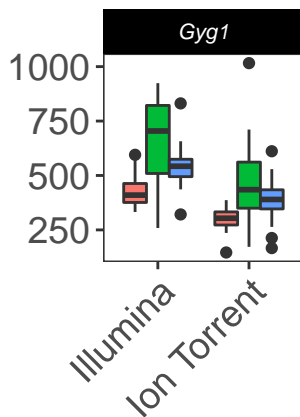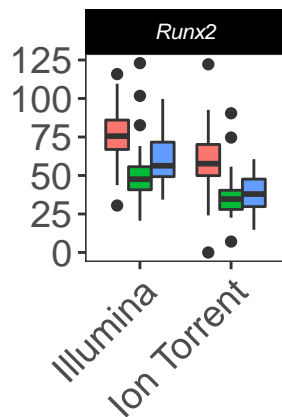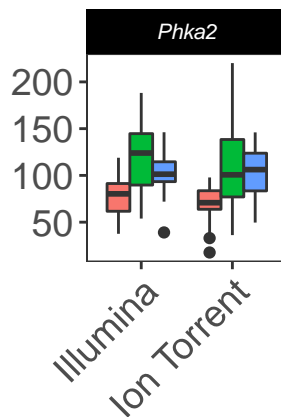

Hippocampal region

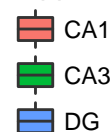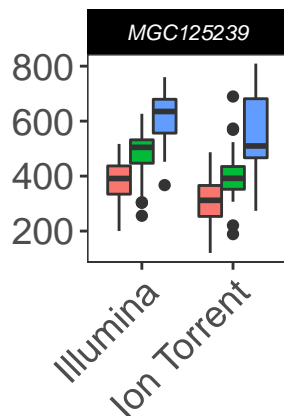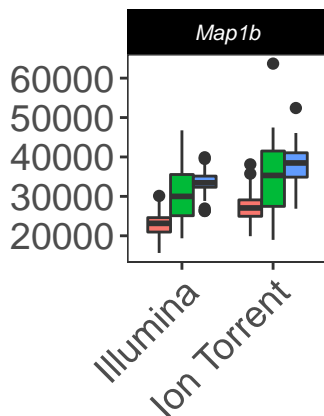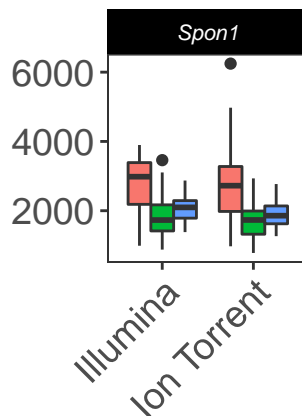

# Normalized counts

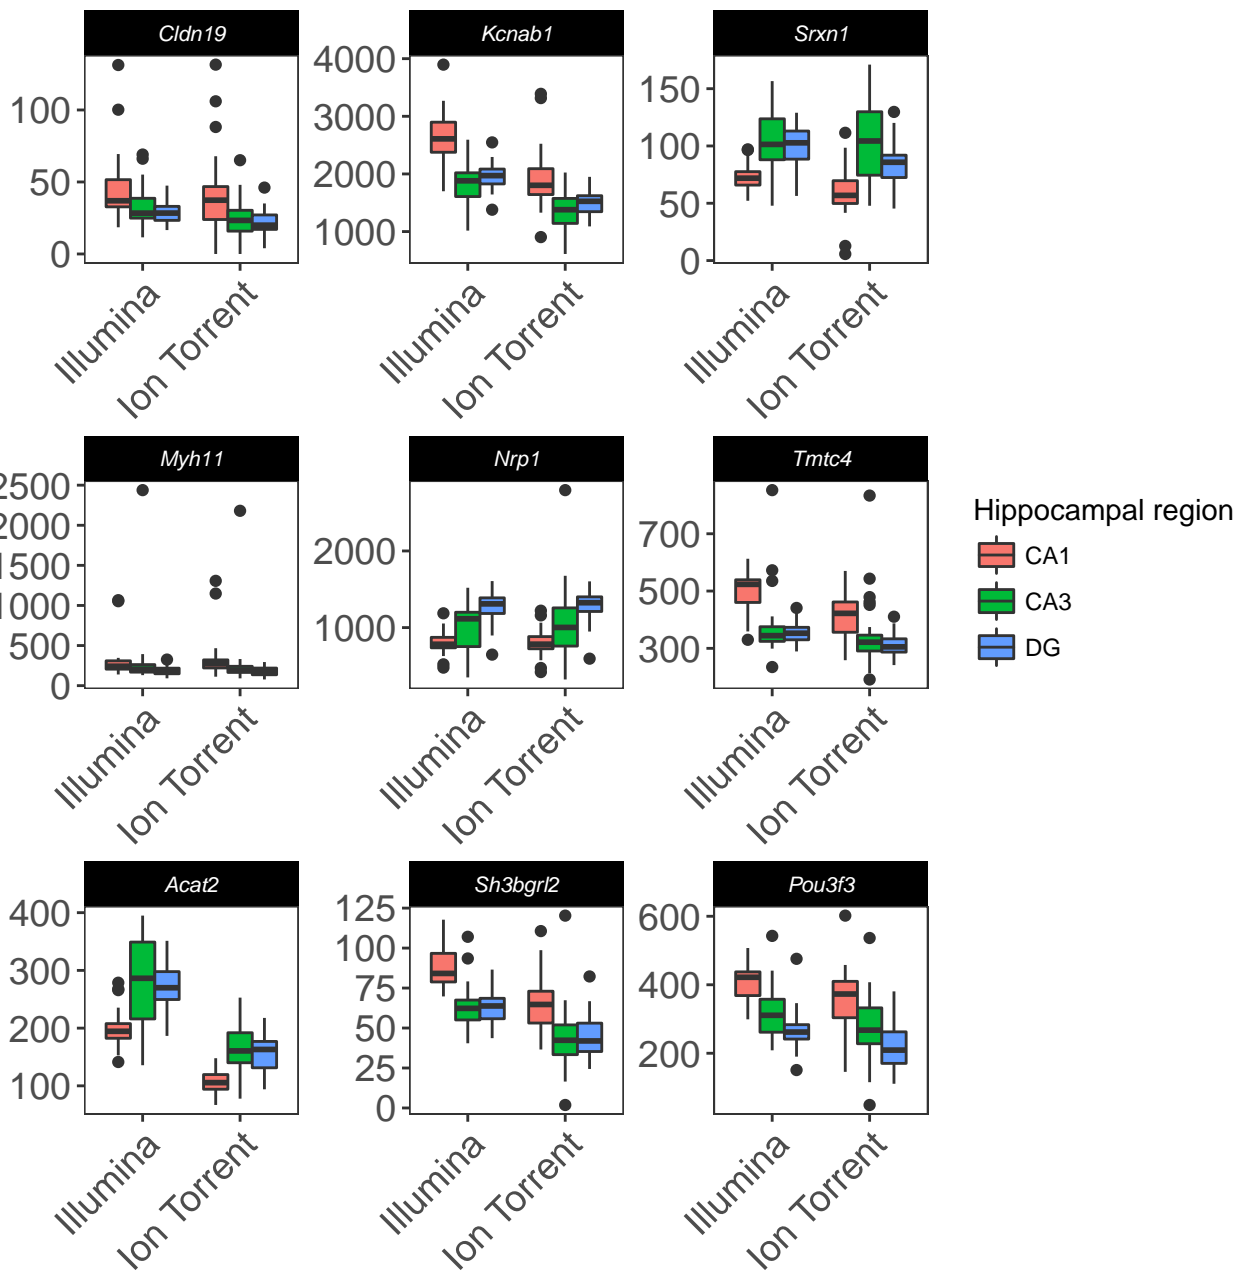

# Normalized counts

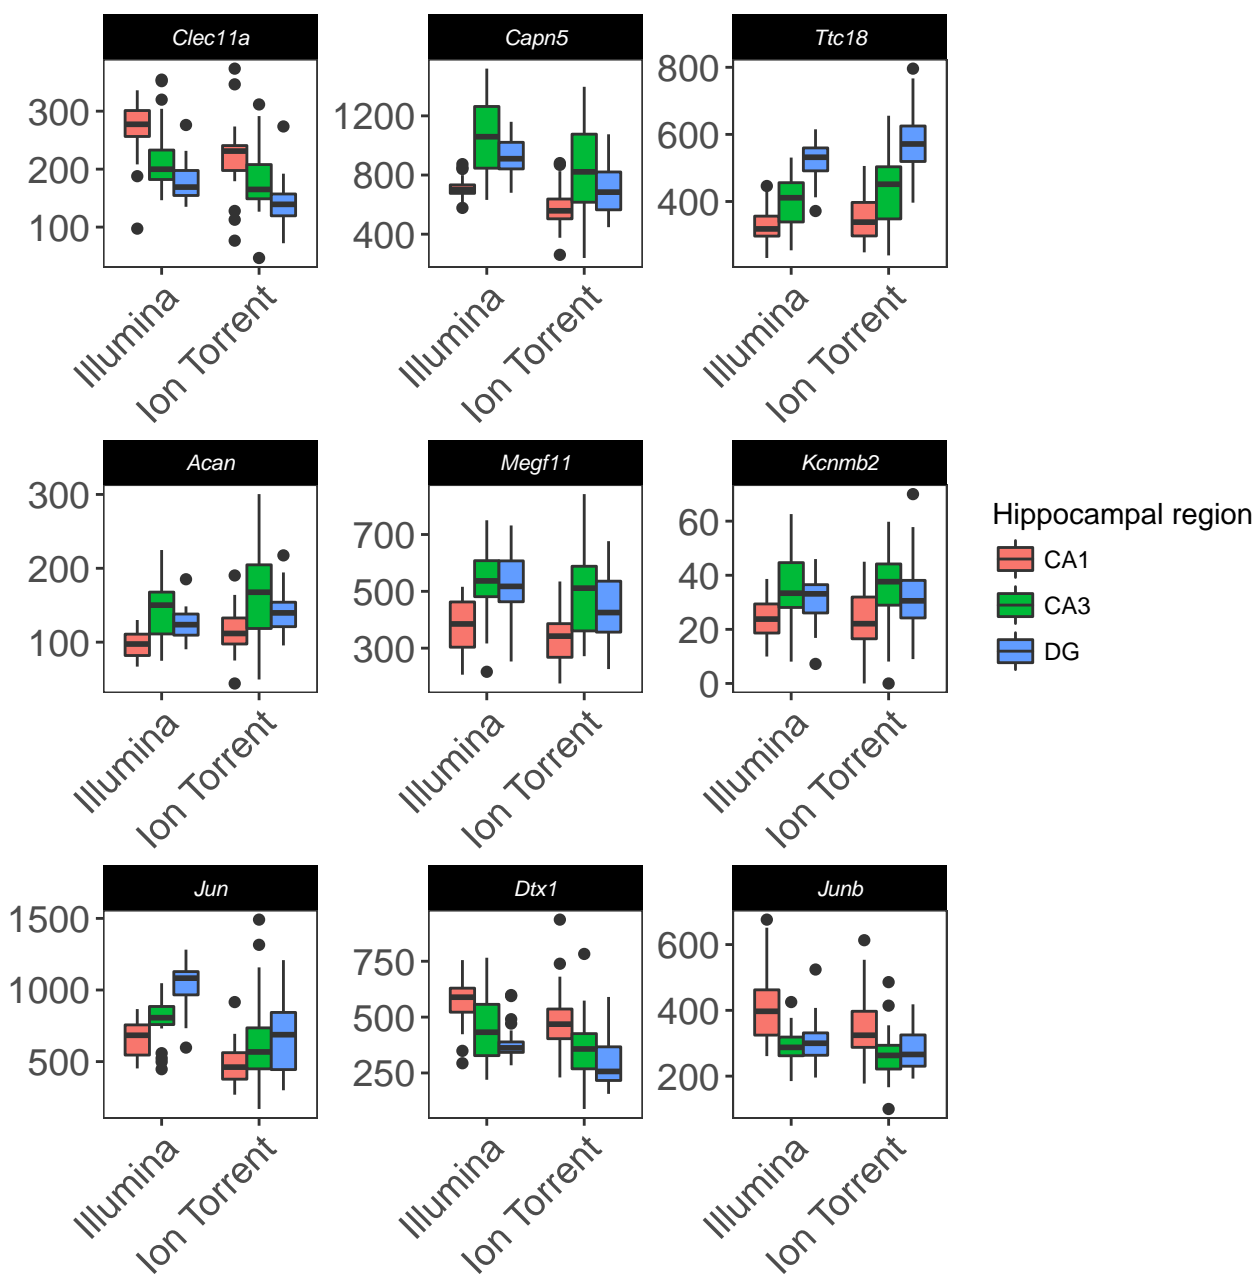

# Normalized counts

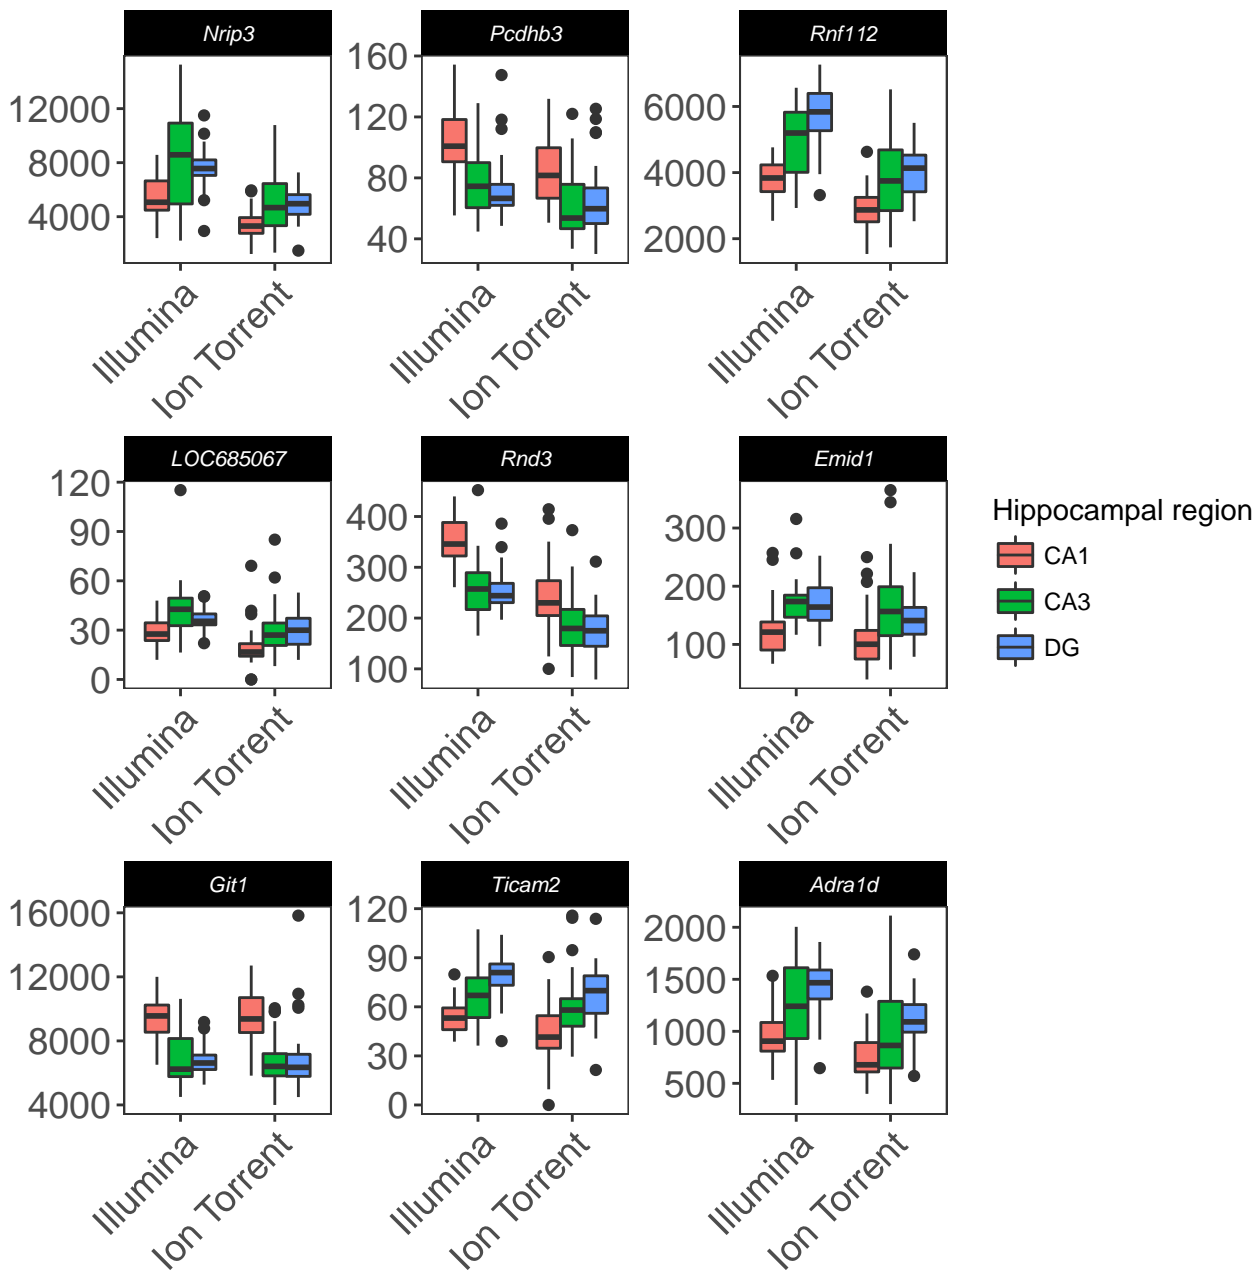

# Normalized counts

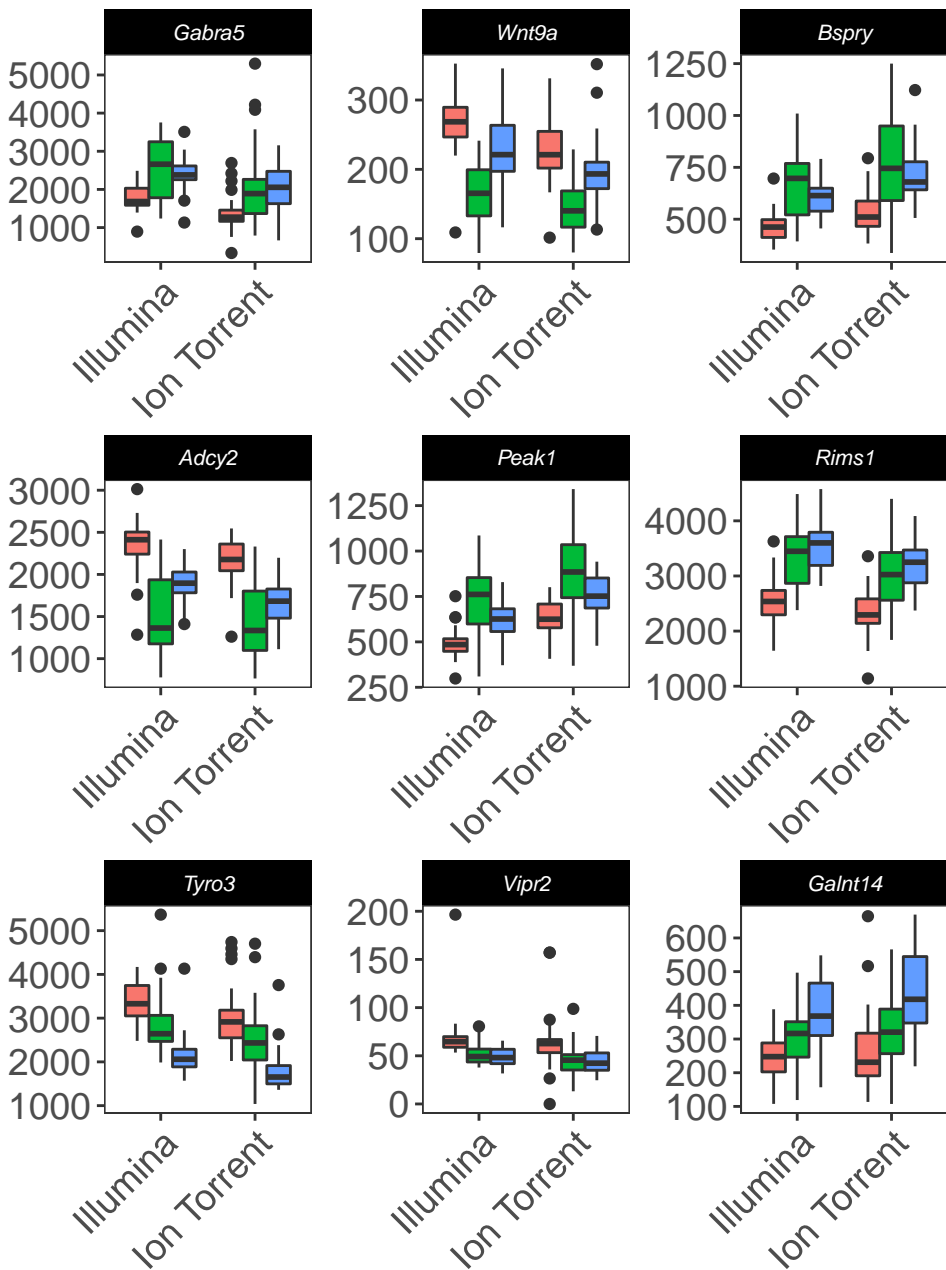

Hippocampal region

# Normalized counts

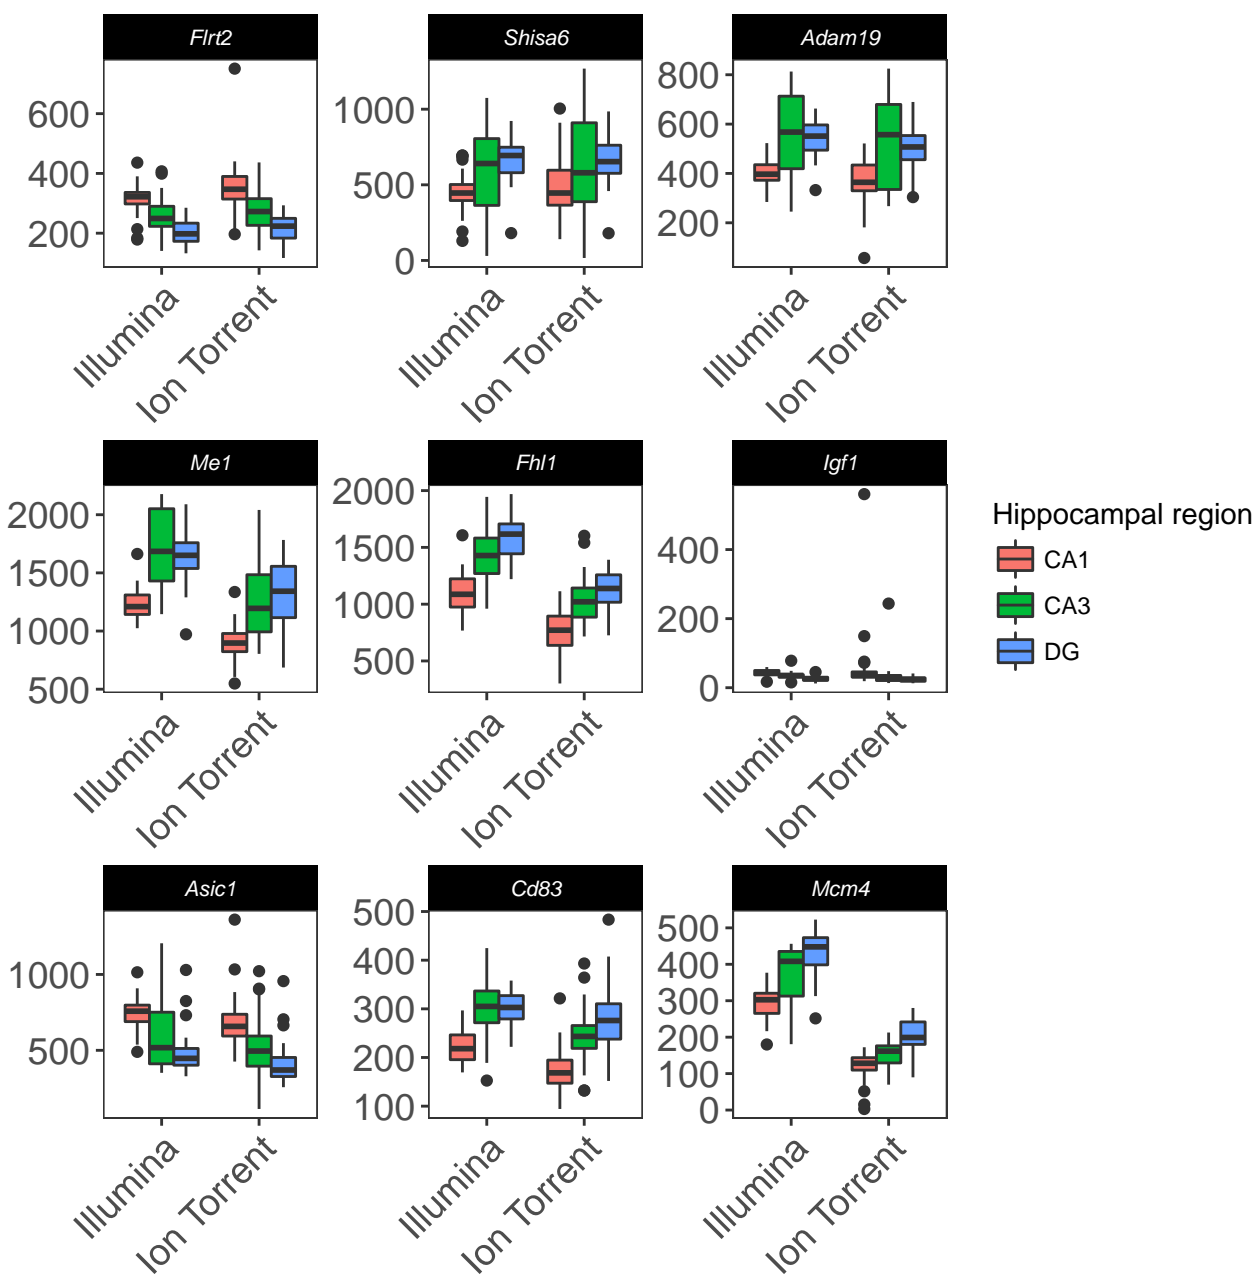

# Normalized counts

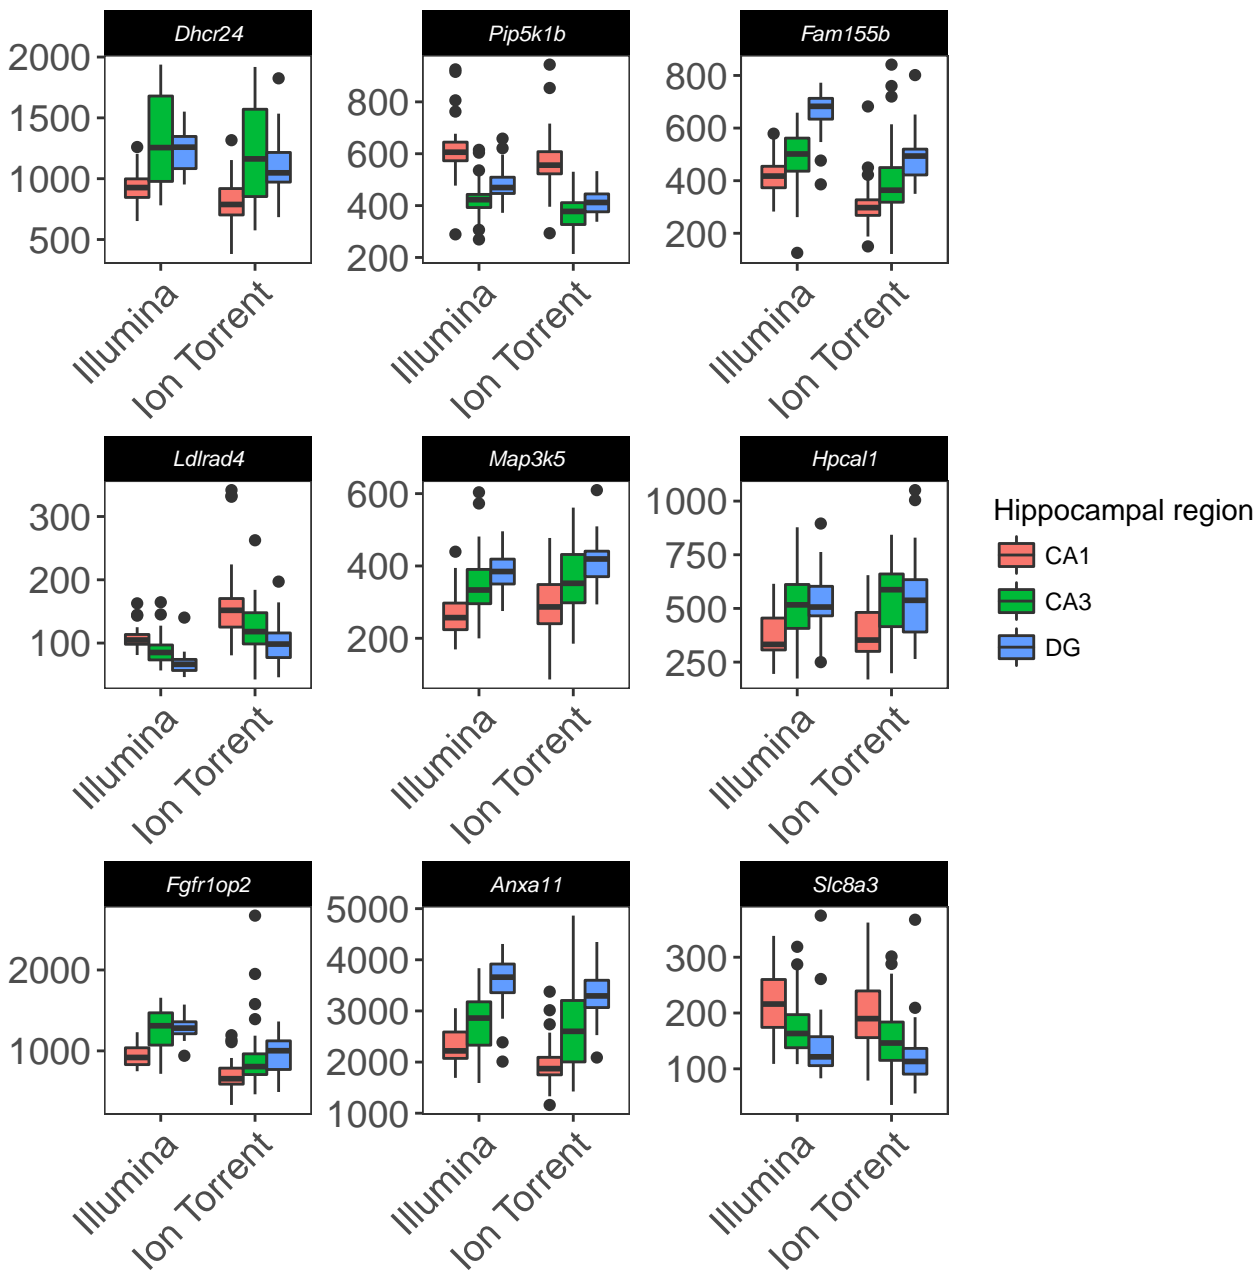

# Normalized counts

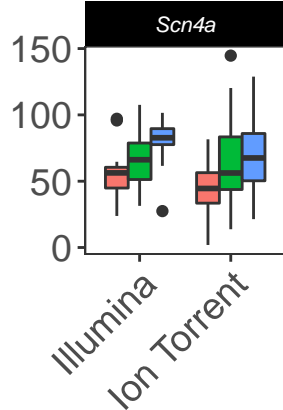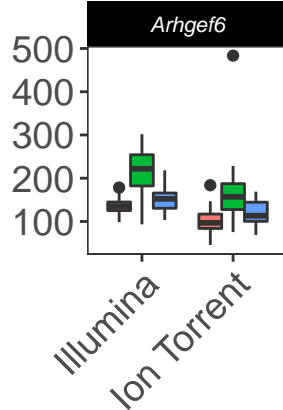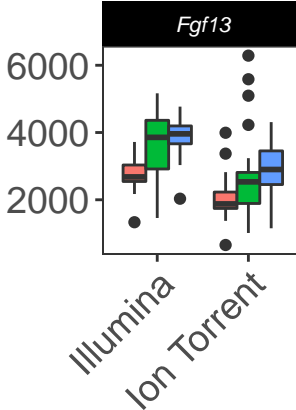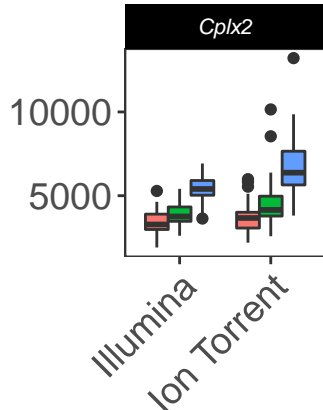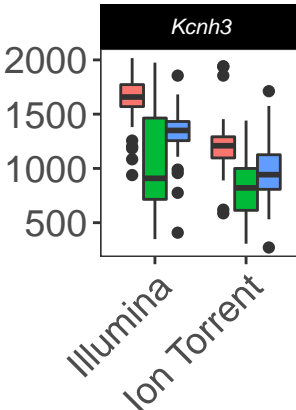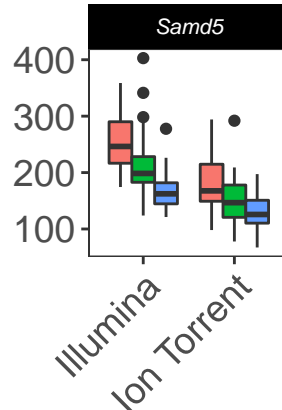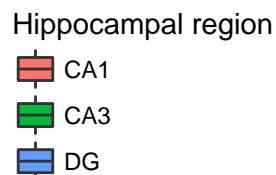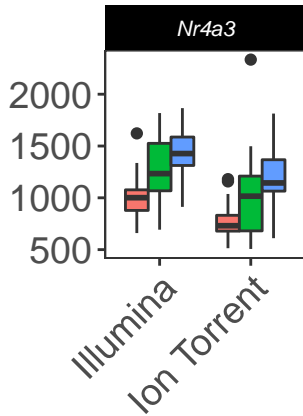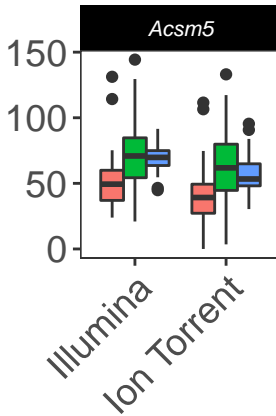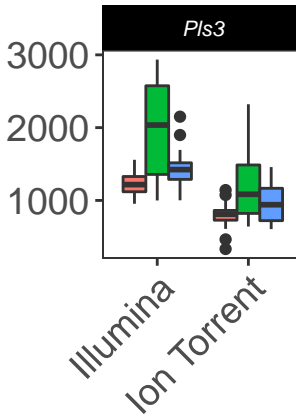

# Normalized counts

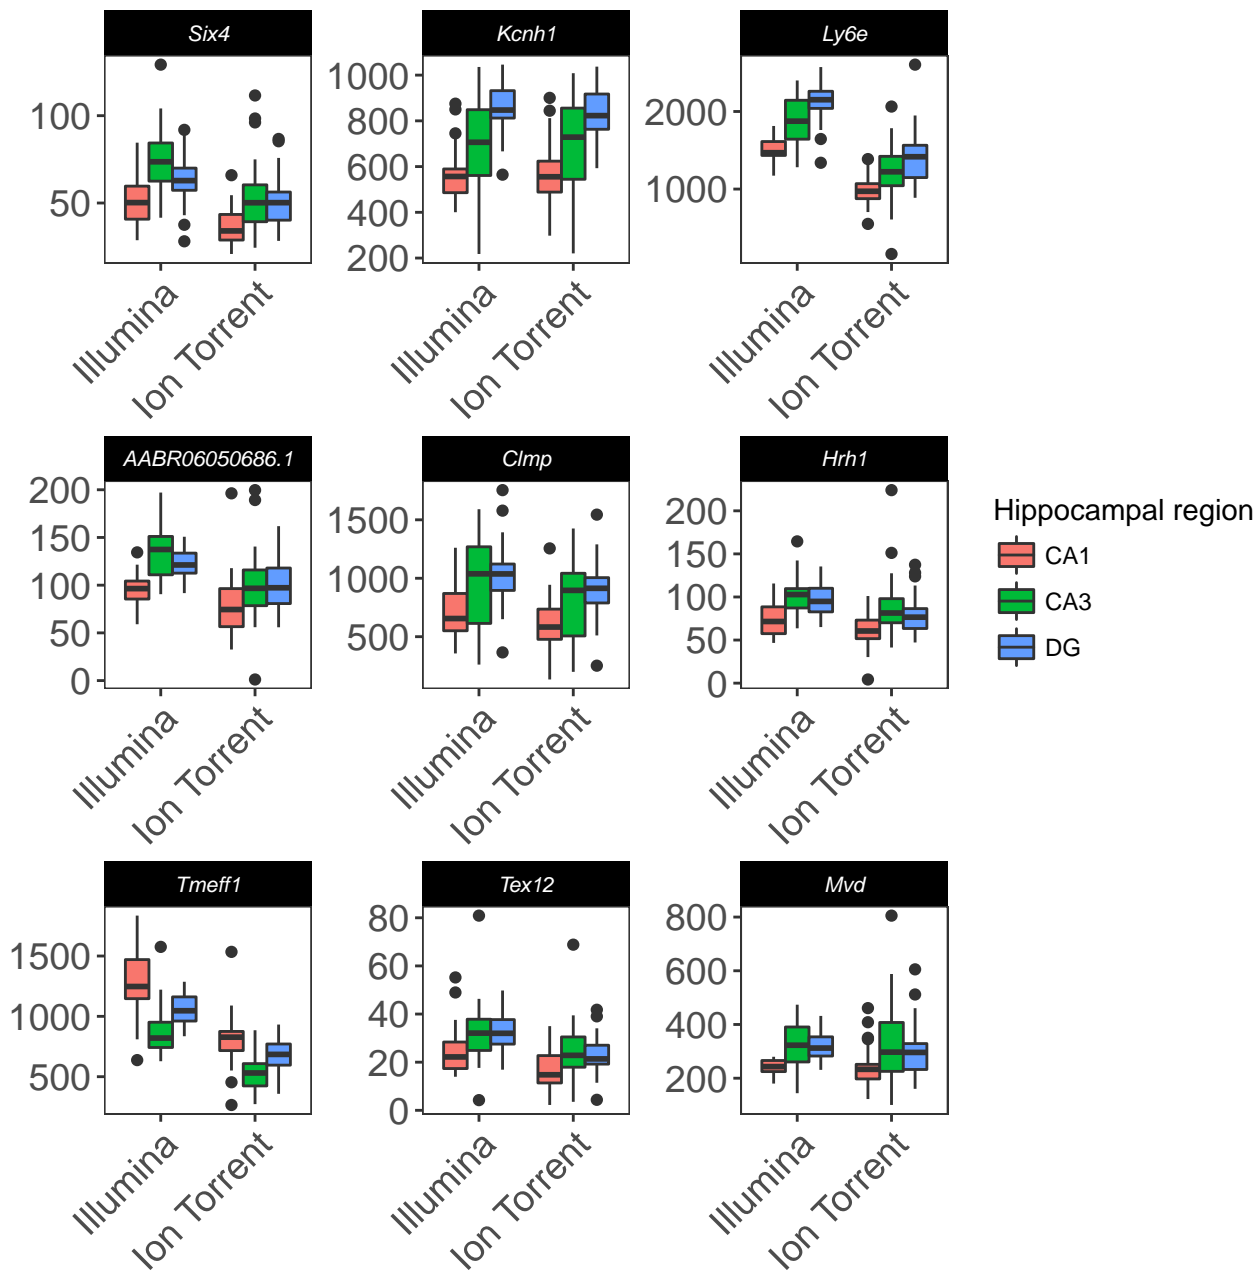

# Normalized counts

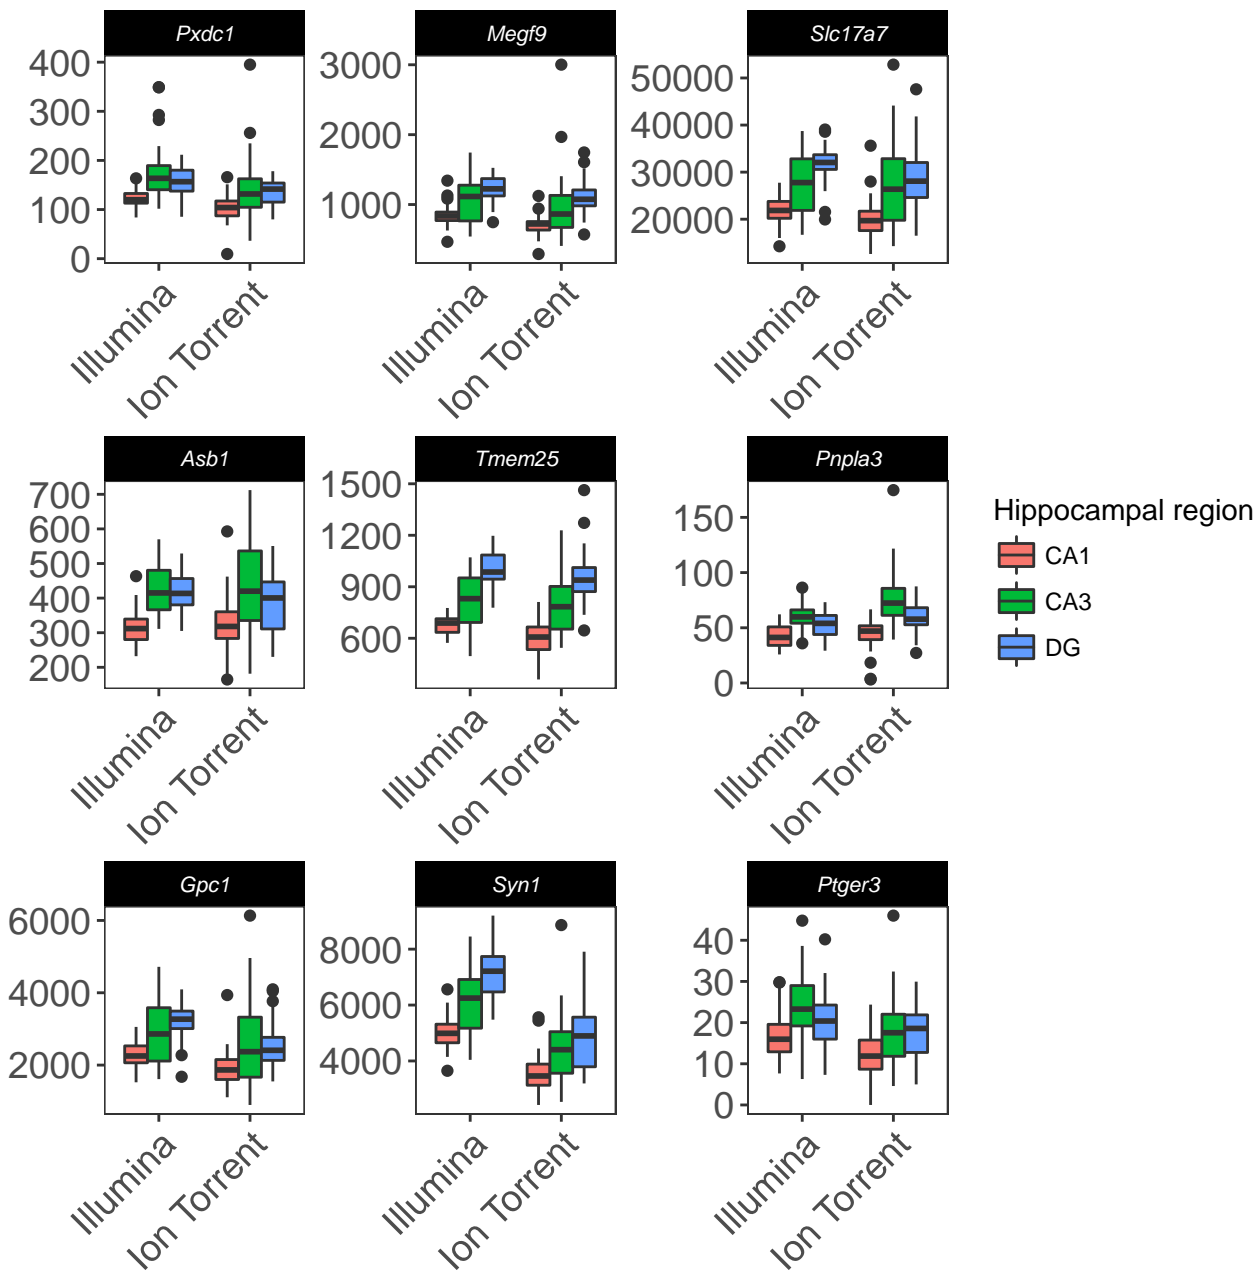

# Normalized counts

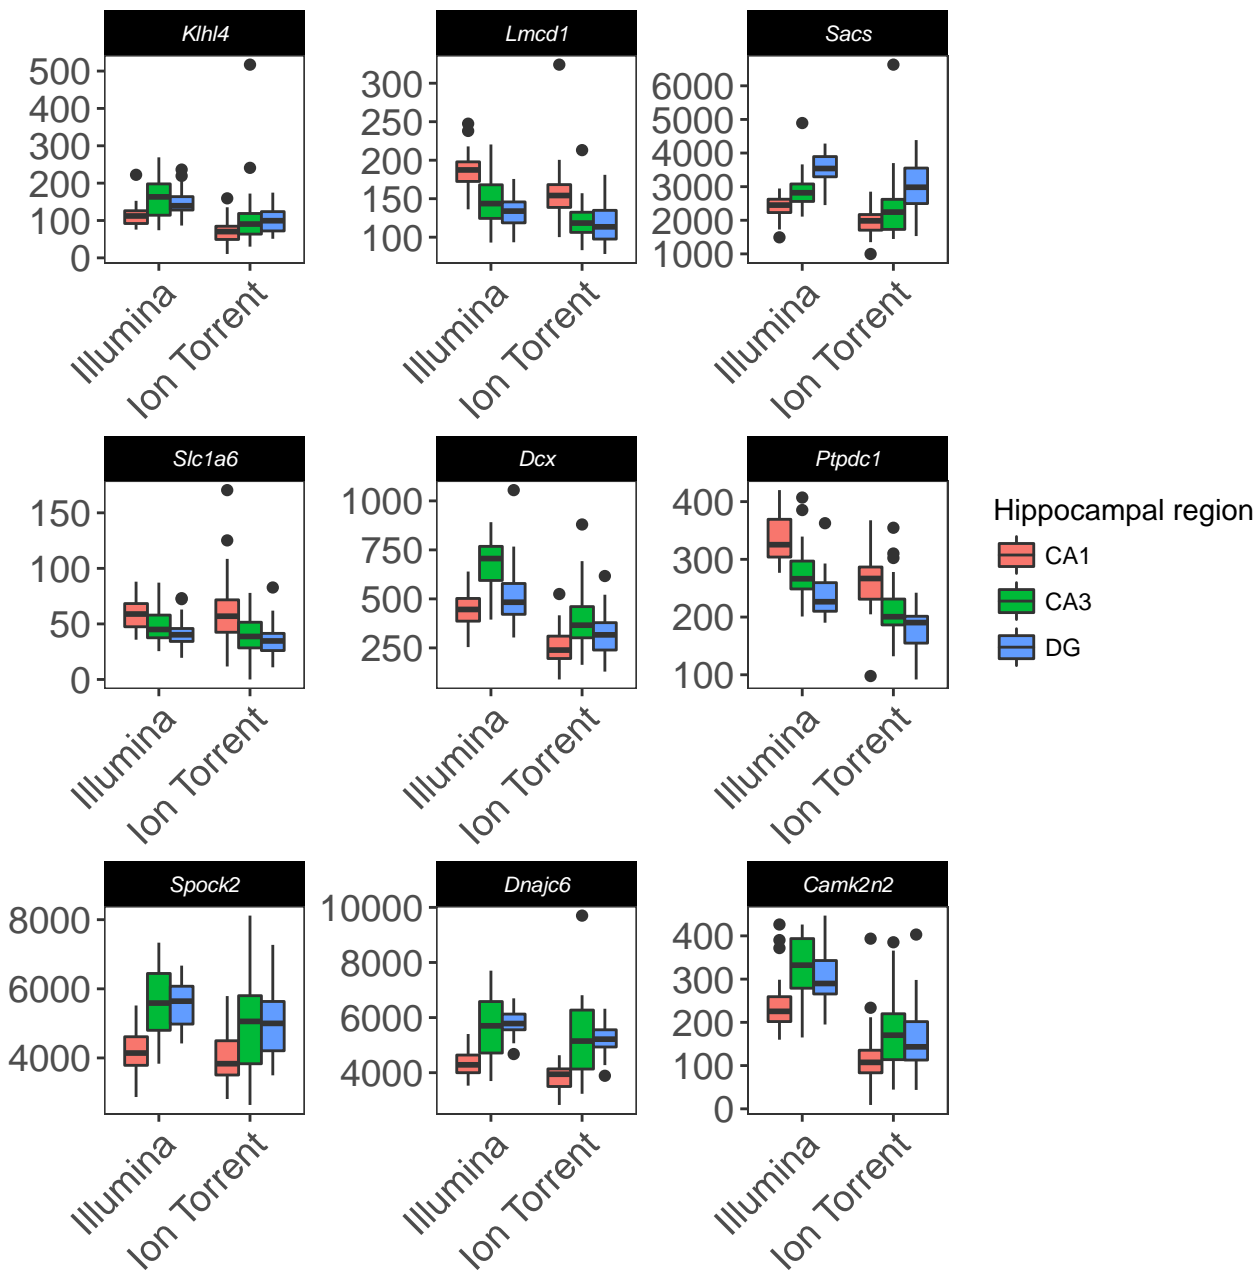

# Normalized counts

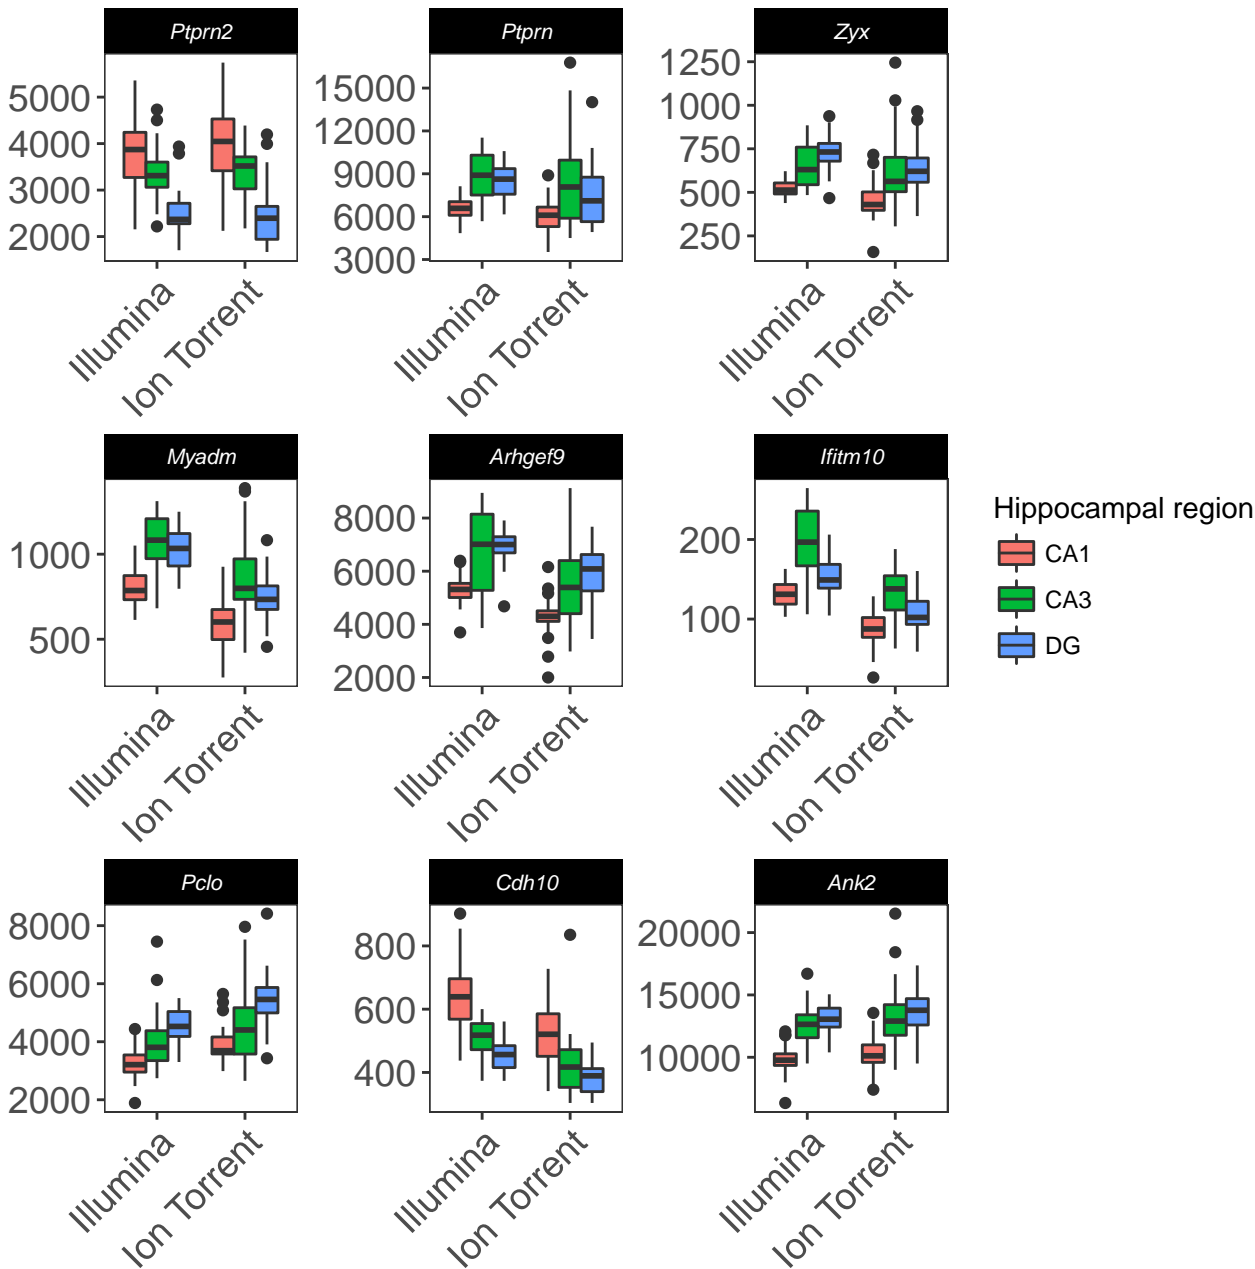

# Normalized counts

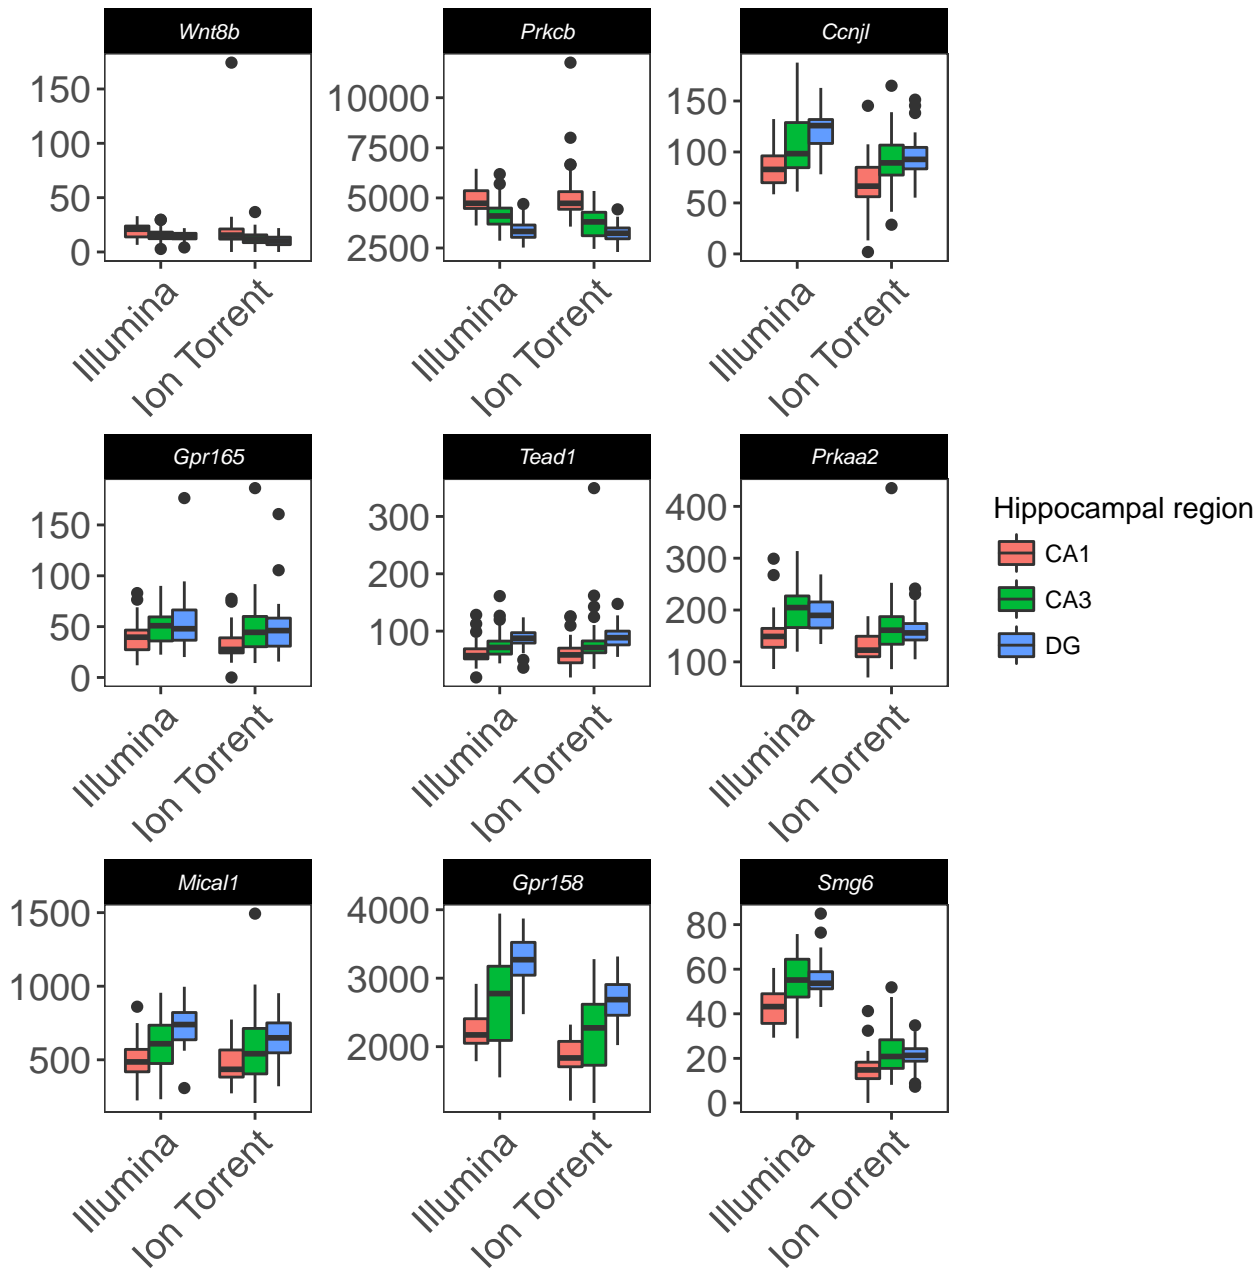

# Normalized counts

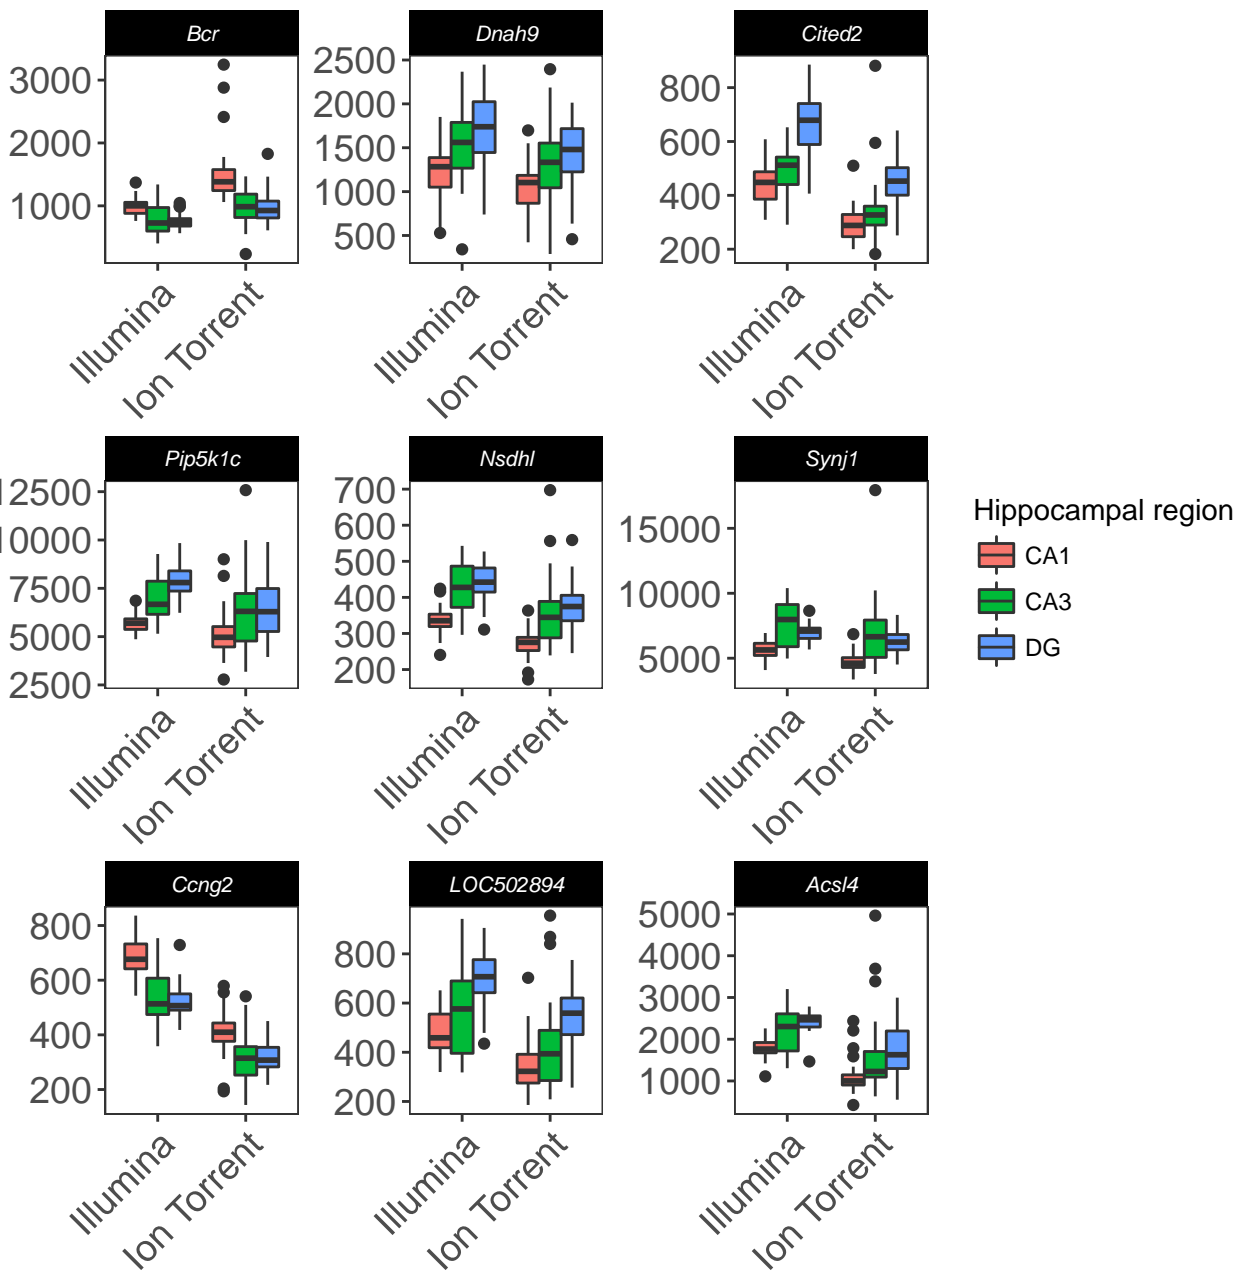

# Normalized counts

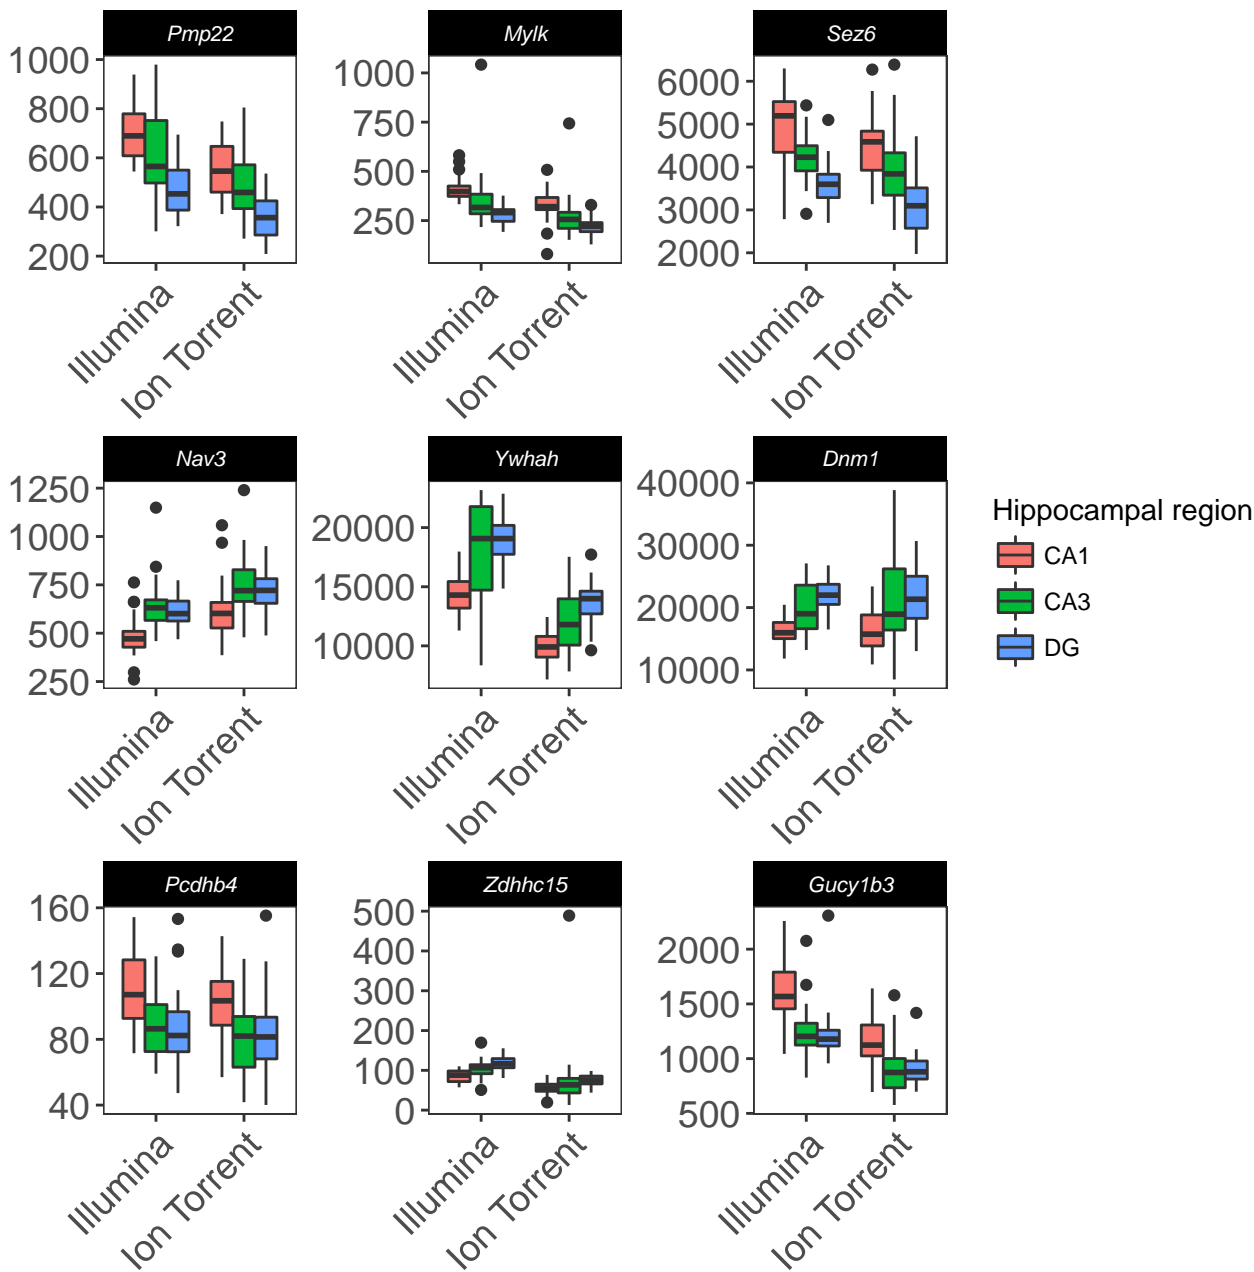

# Normalized counts

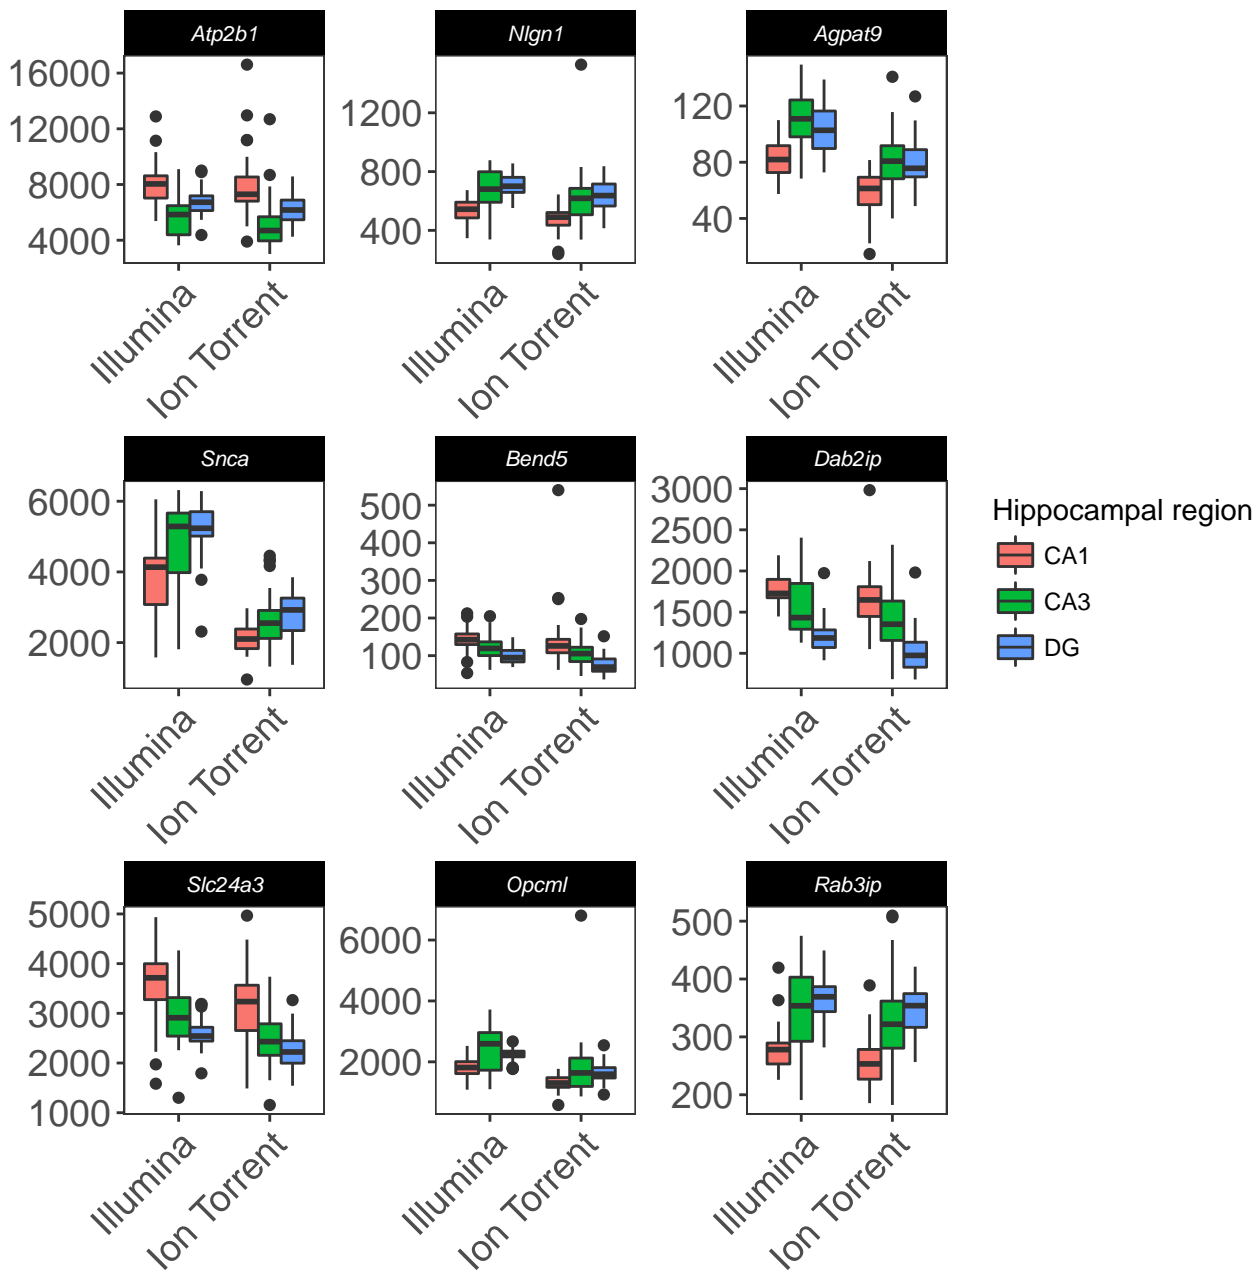

# Normalized counts

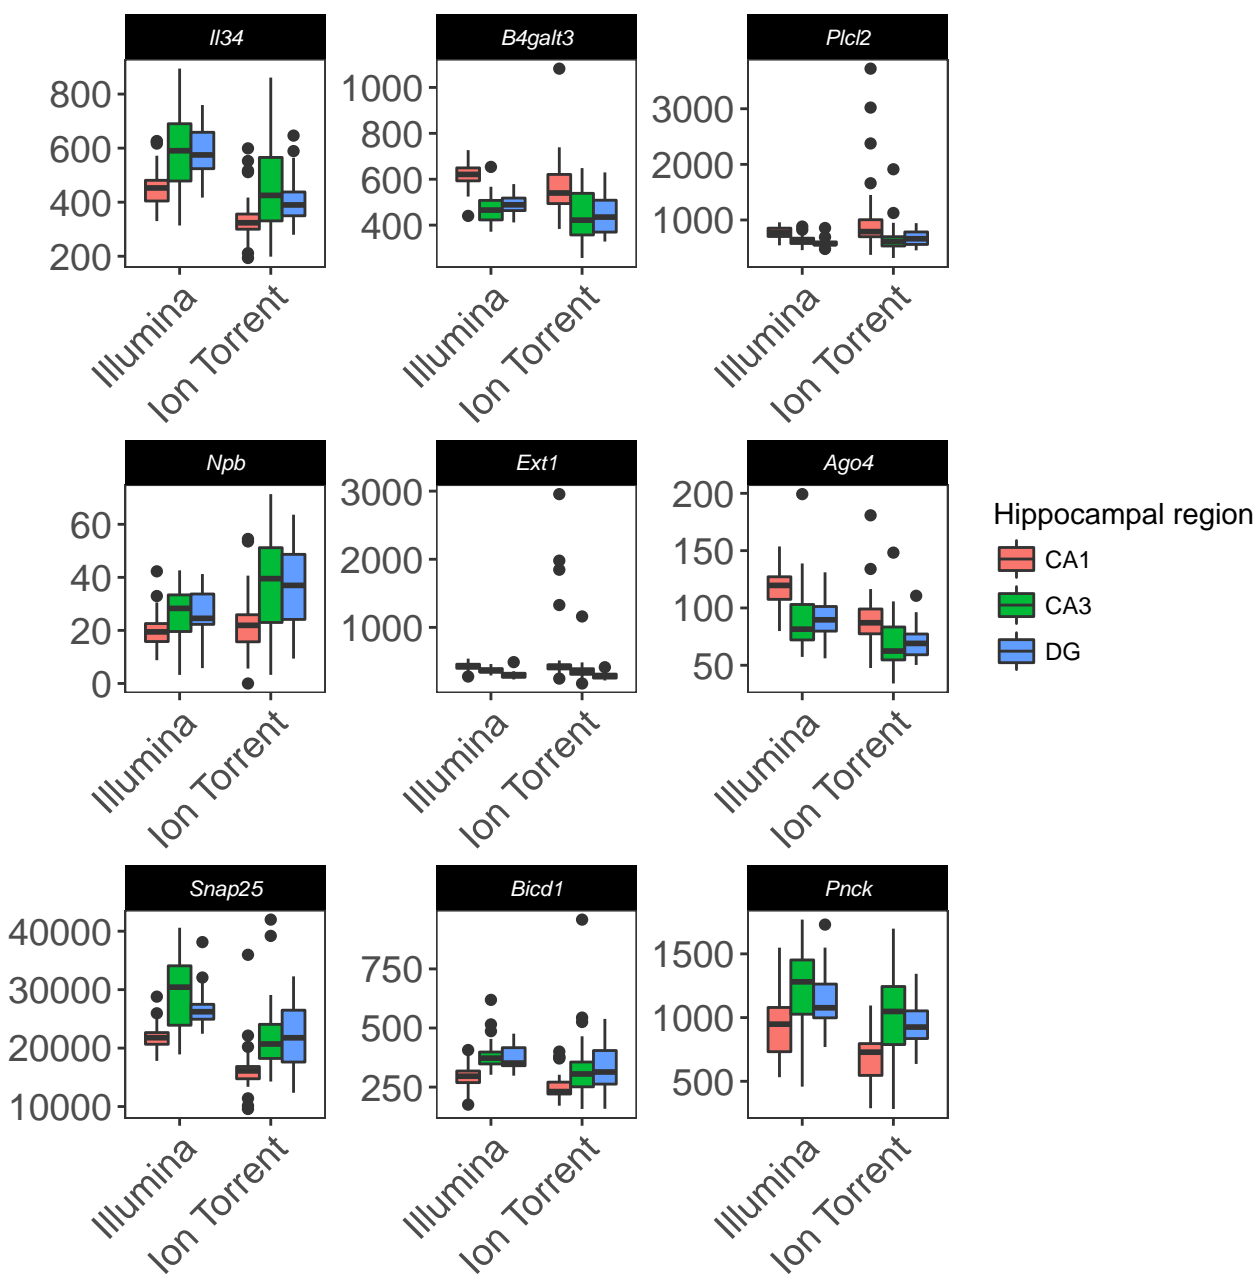

# Normalized counts

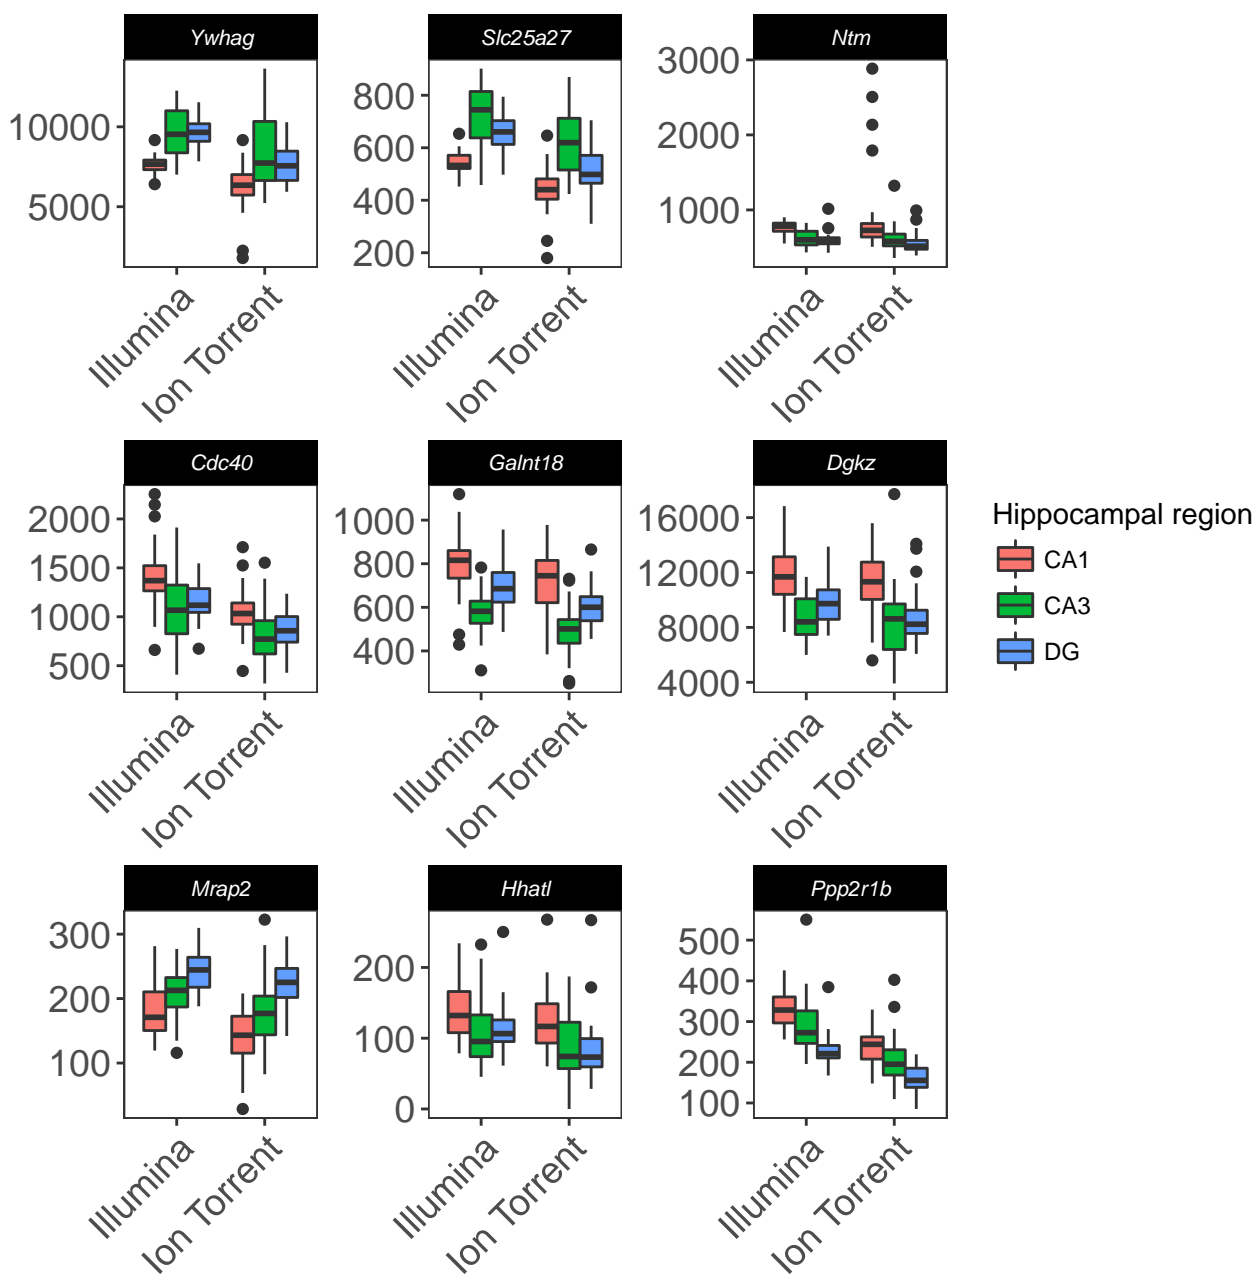

# Normalized counts

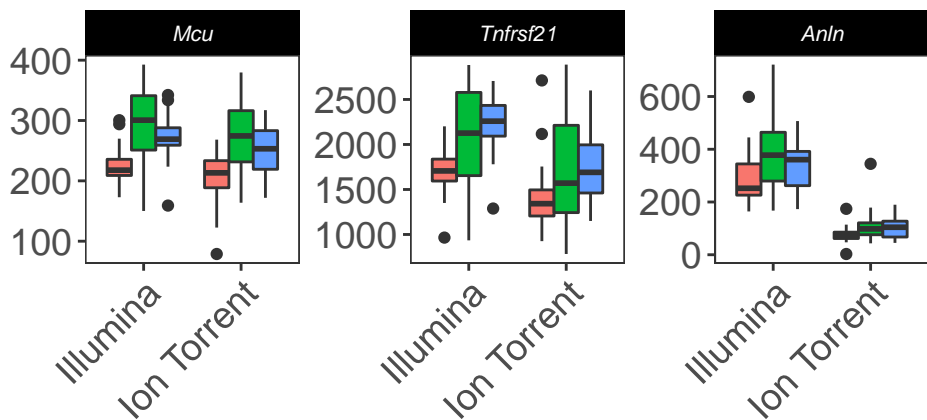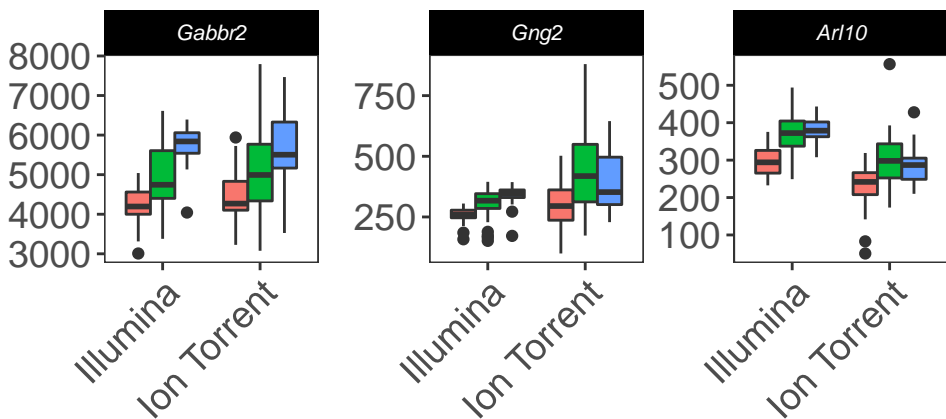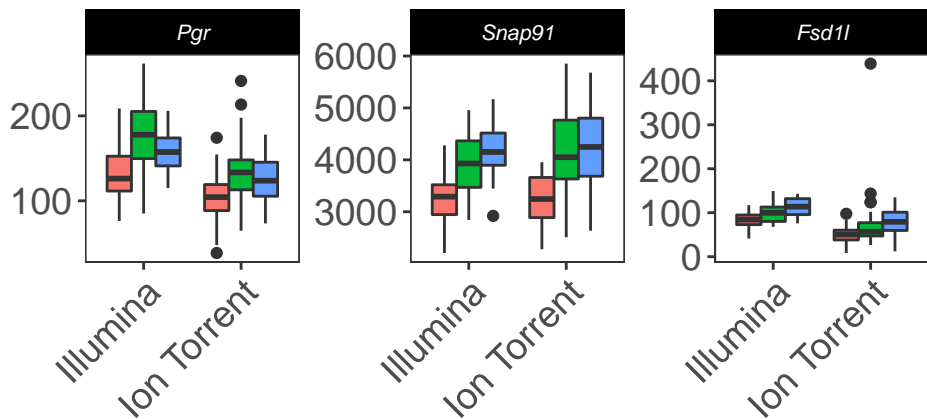

Hippocampal region

# Normalized counts

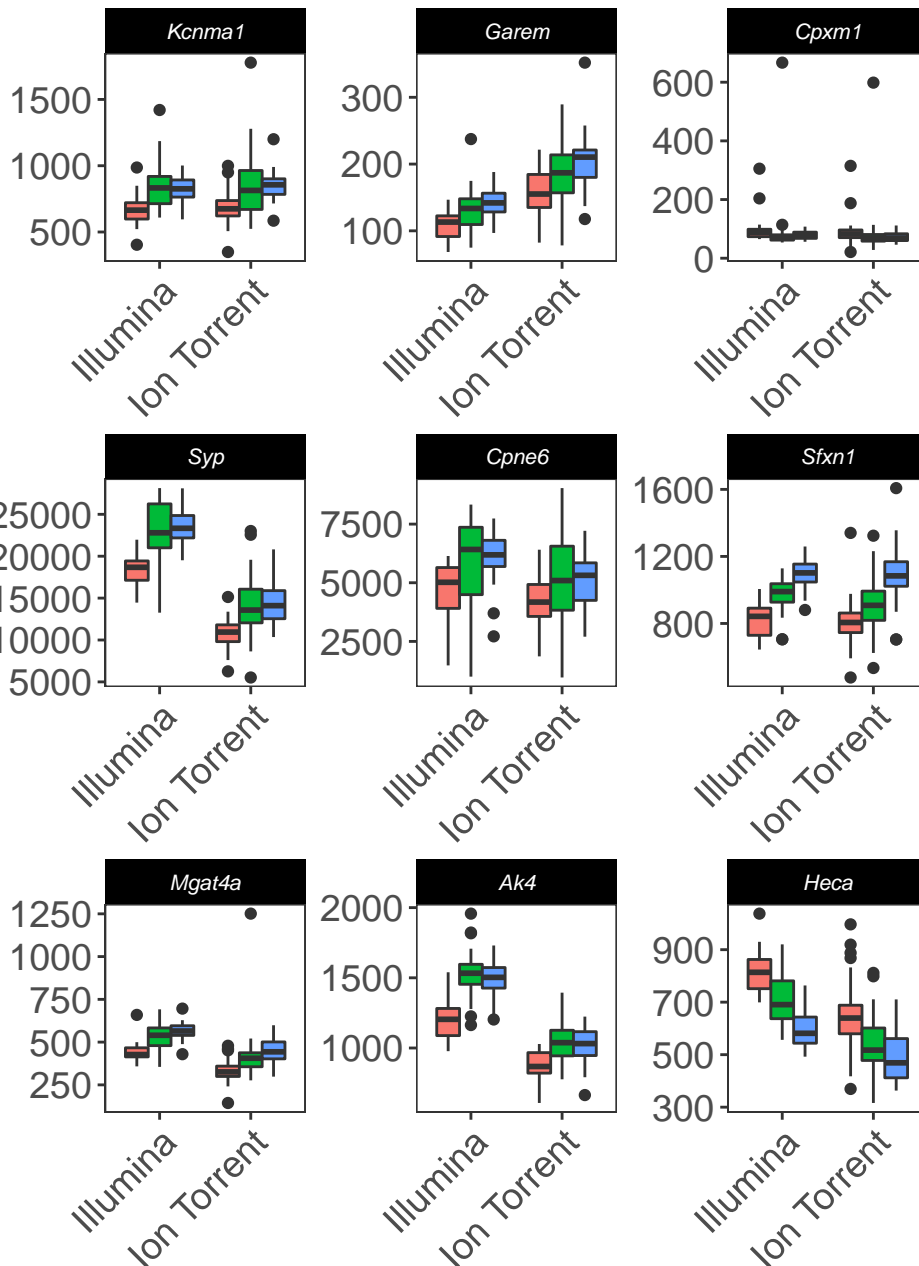

# Normalized counts

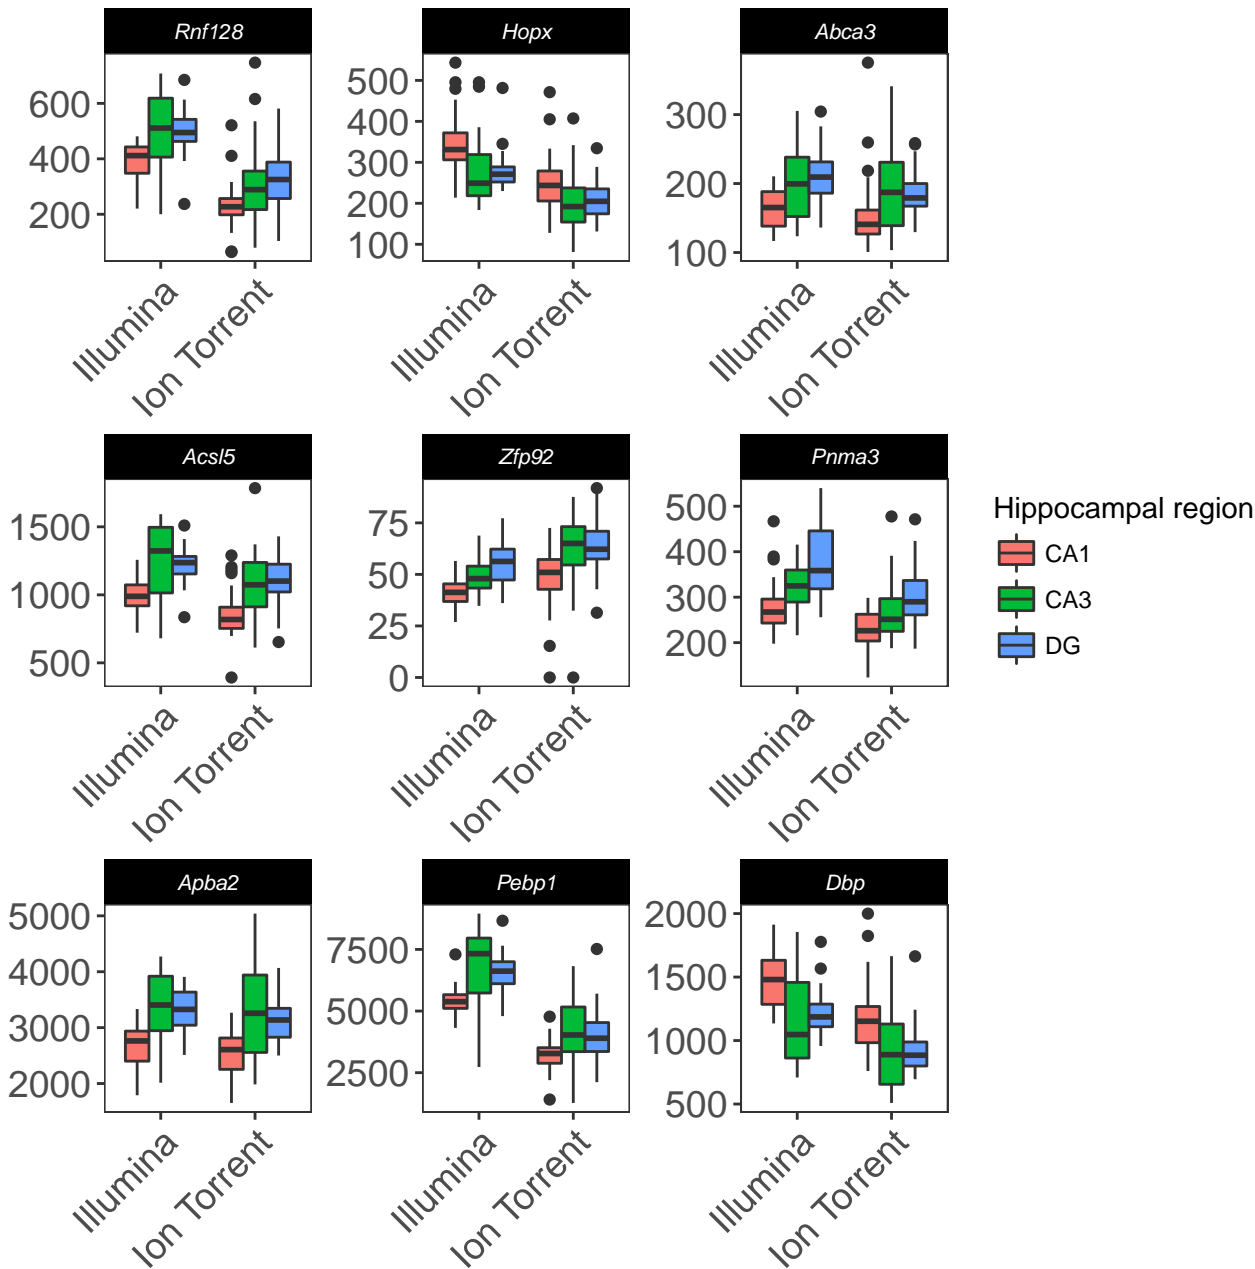

# Normalized counts

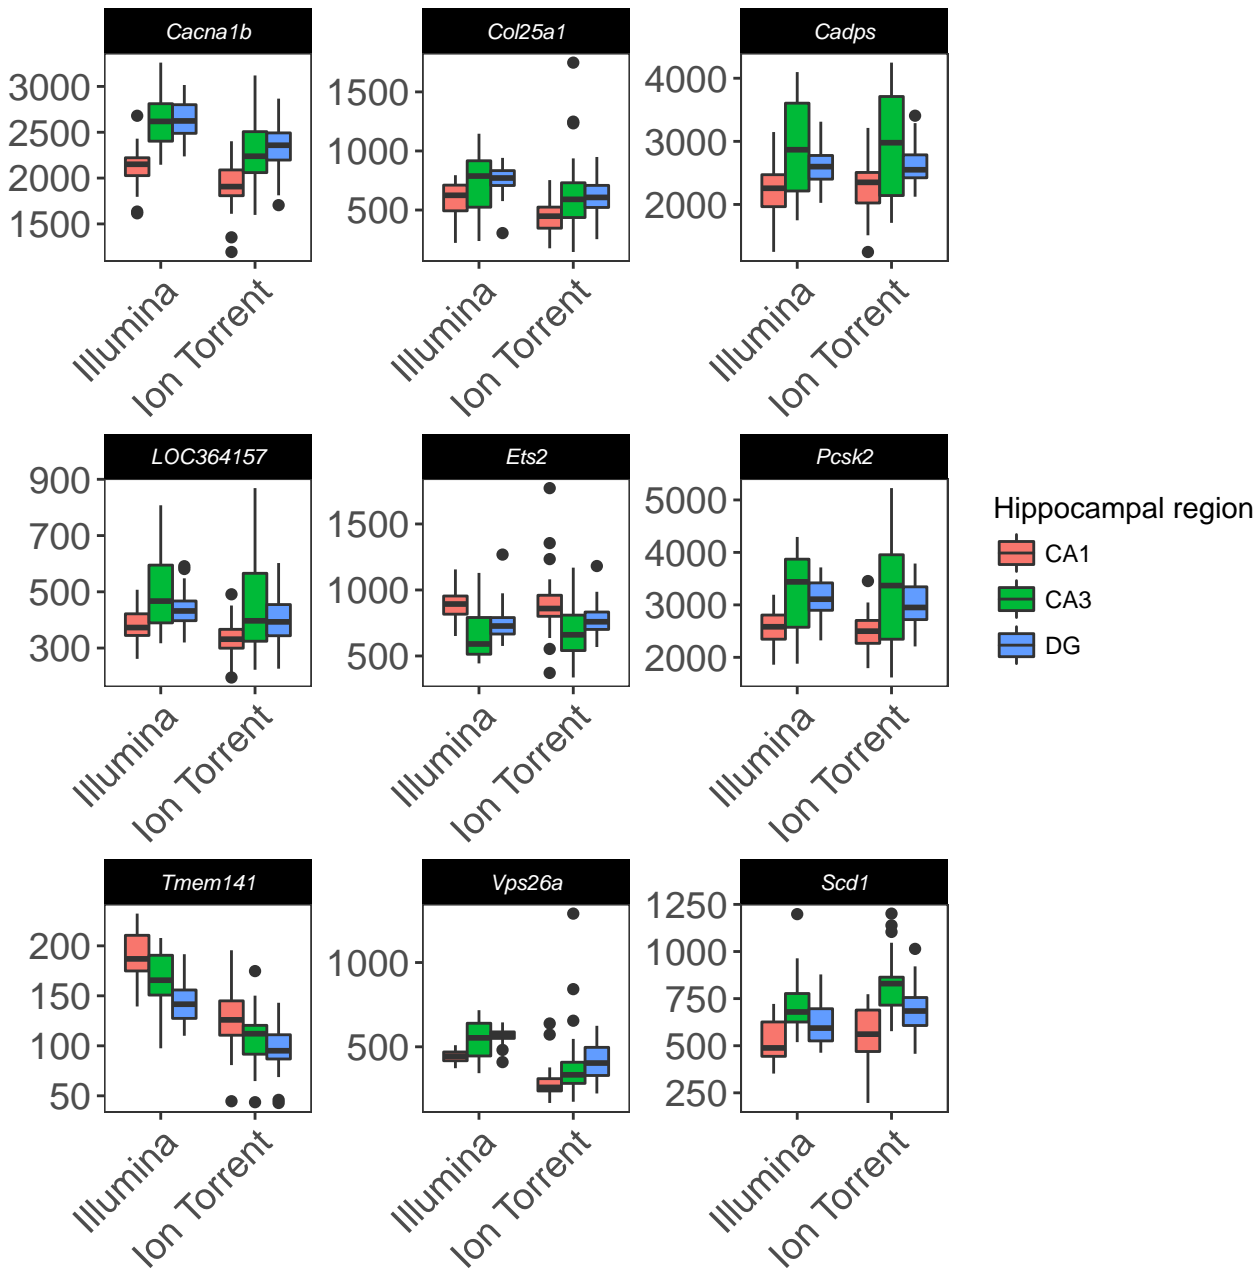

# Normalized counts

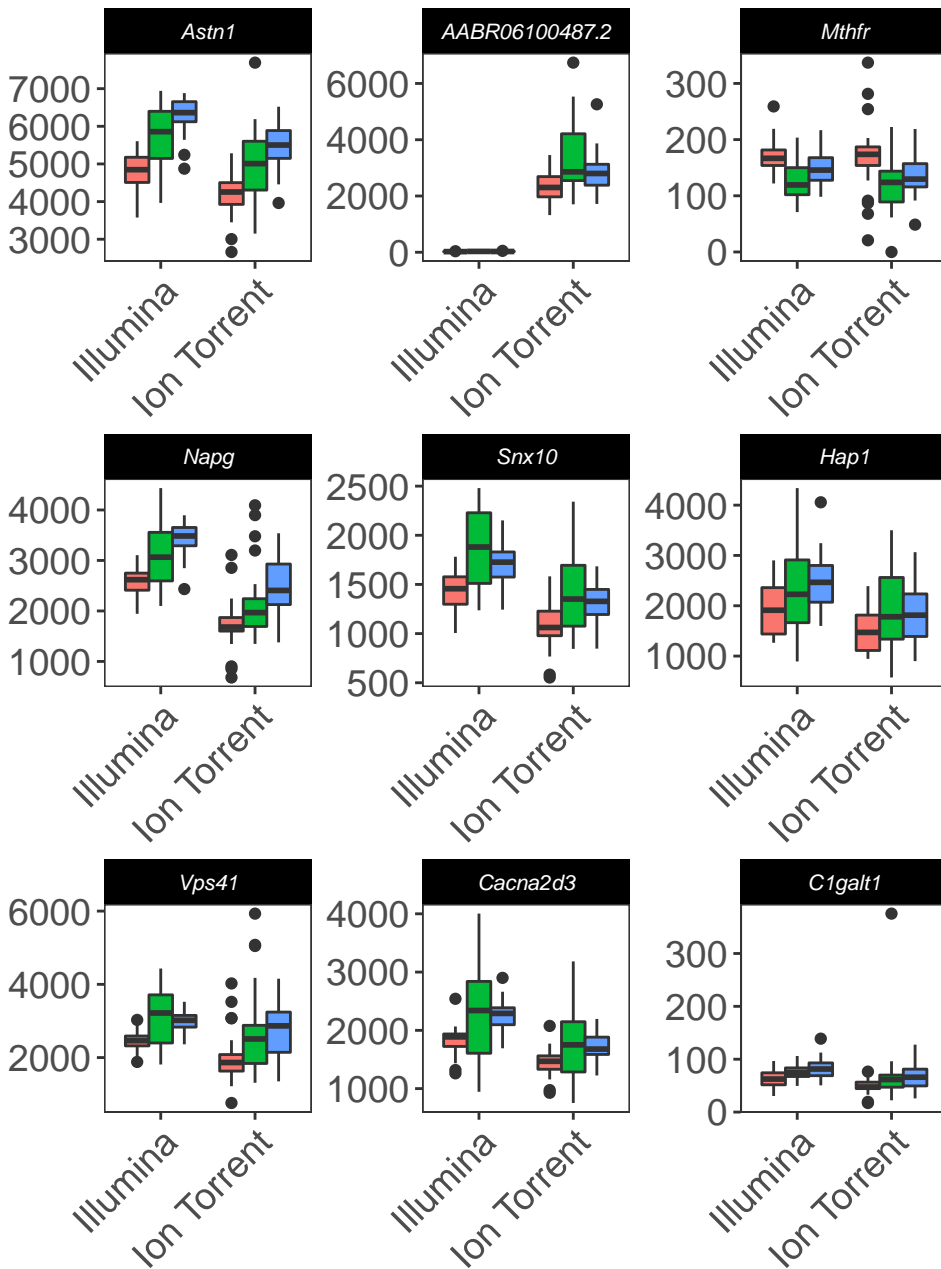

Hippocampal region

# Normalized counts

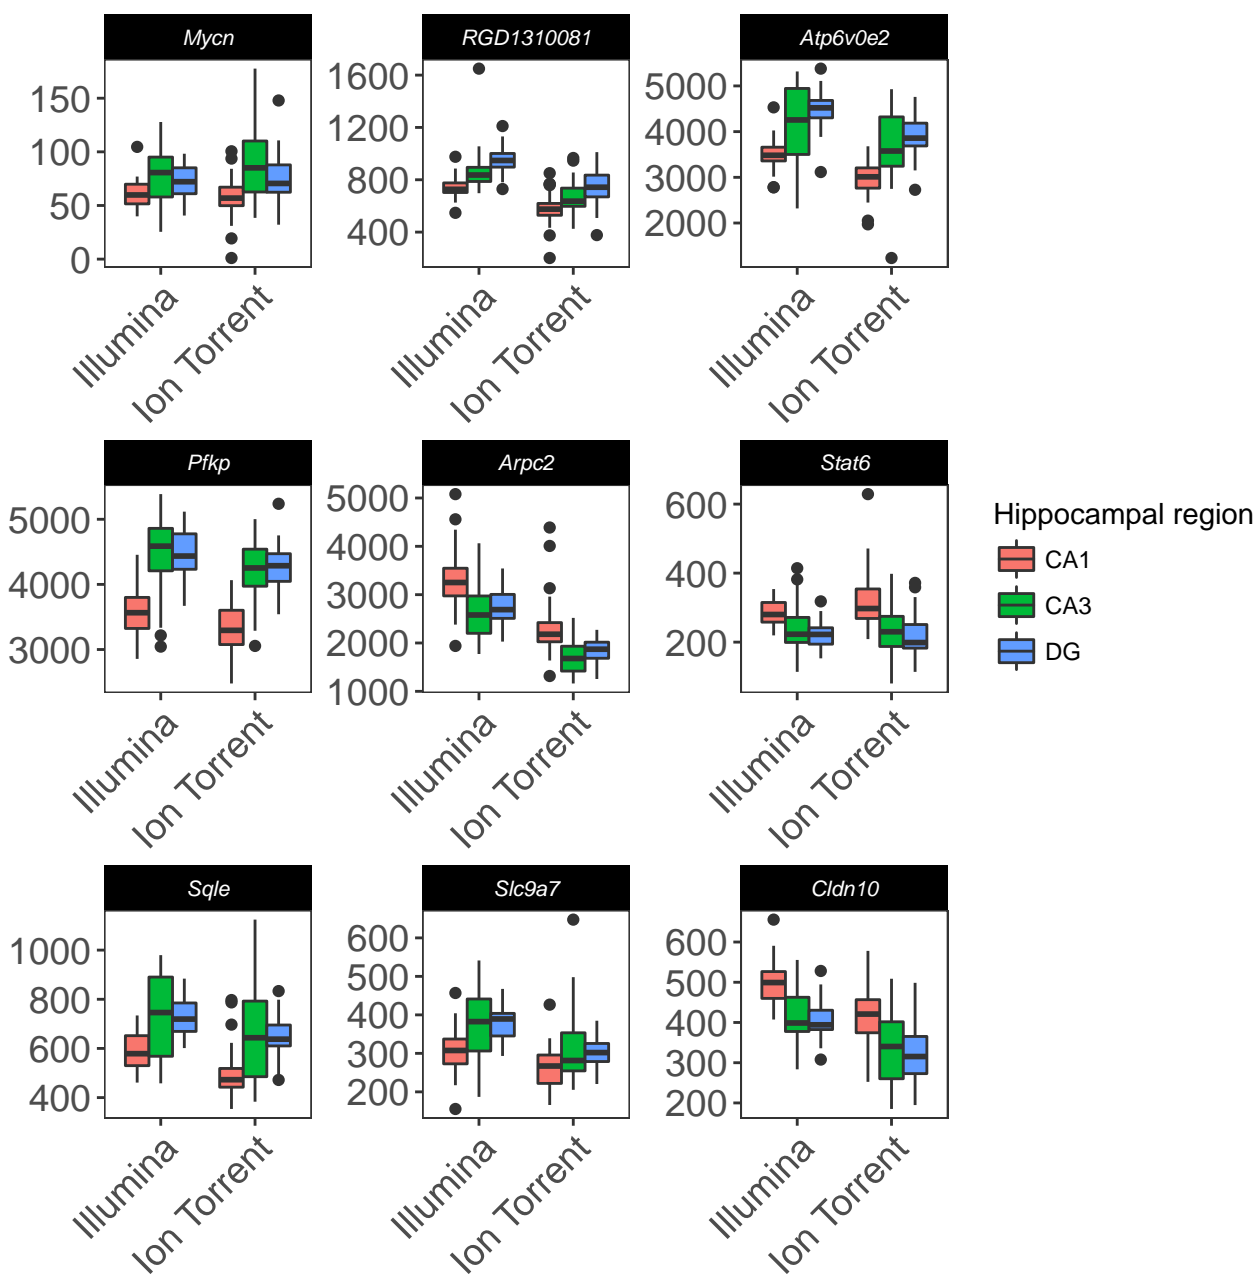

# Normalized counts

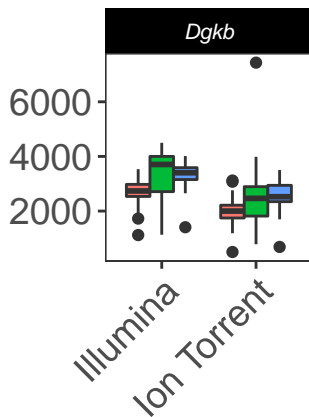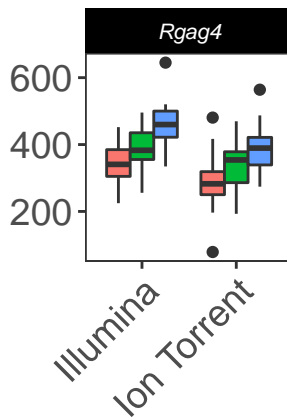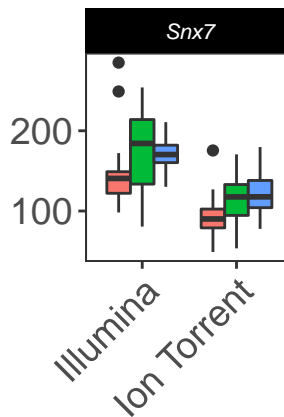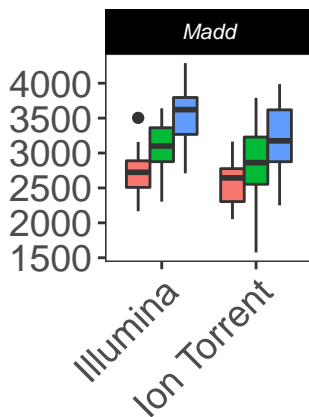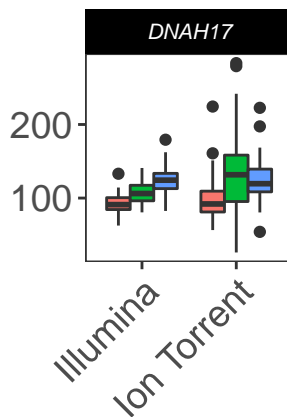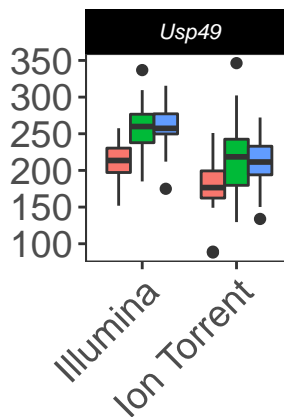

Hippocampal region

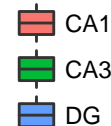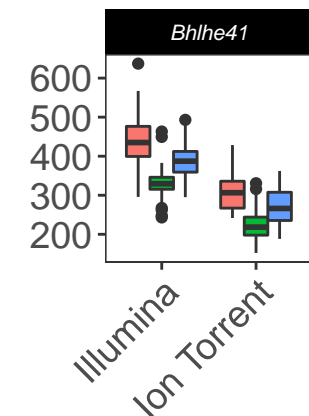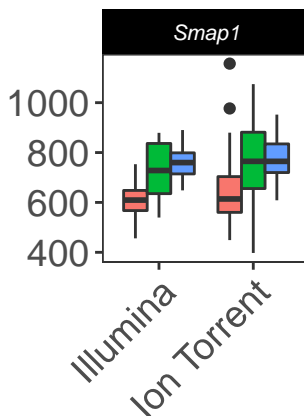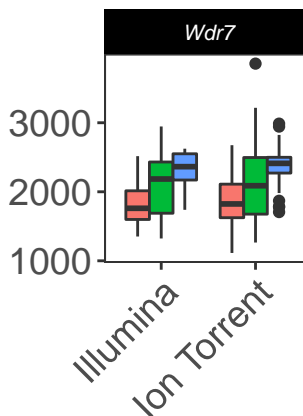

# Normalized counts

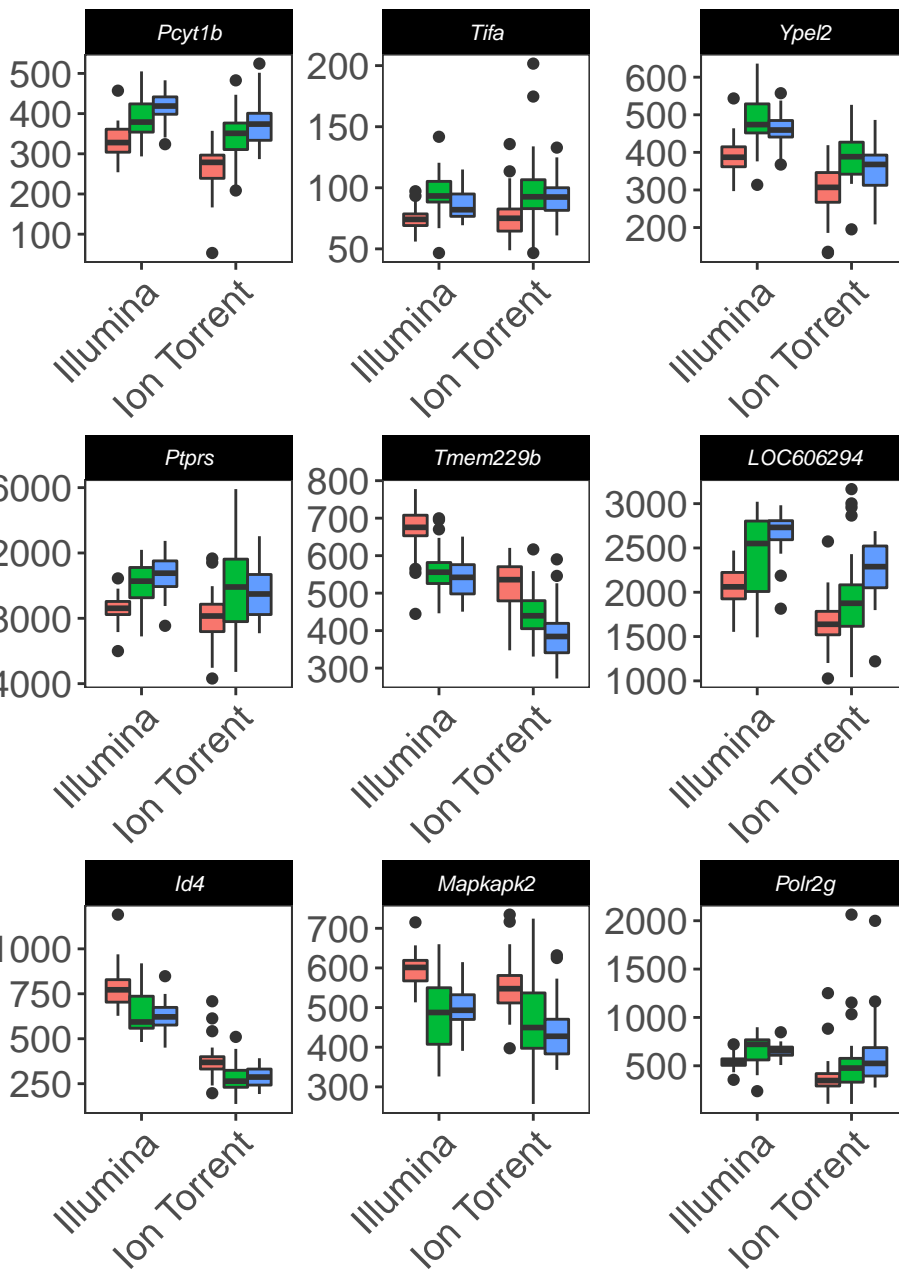

Hippocampal region

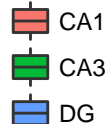

# Normalized counts

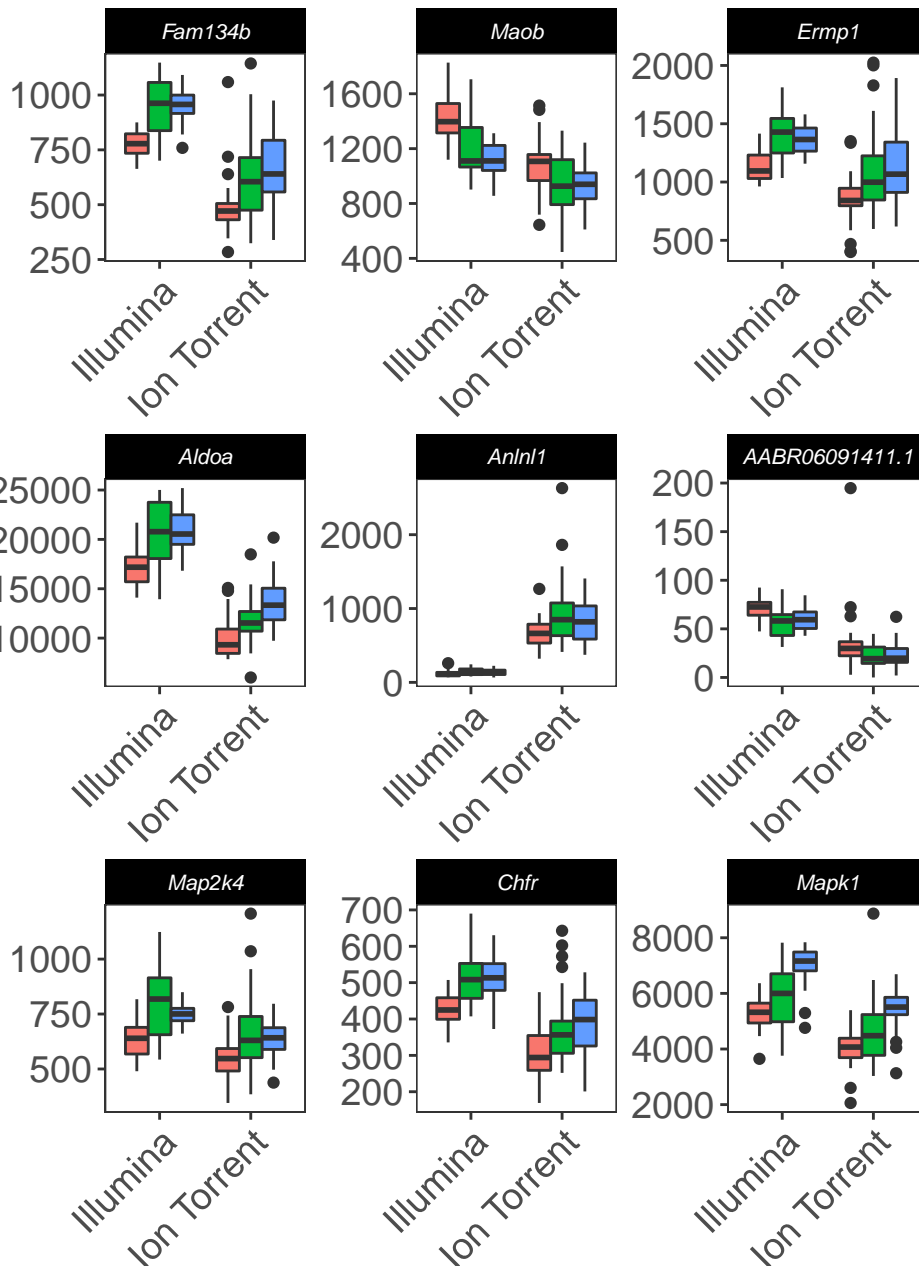

Hippocampal region

# Normalized counts

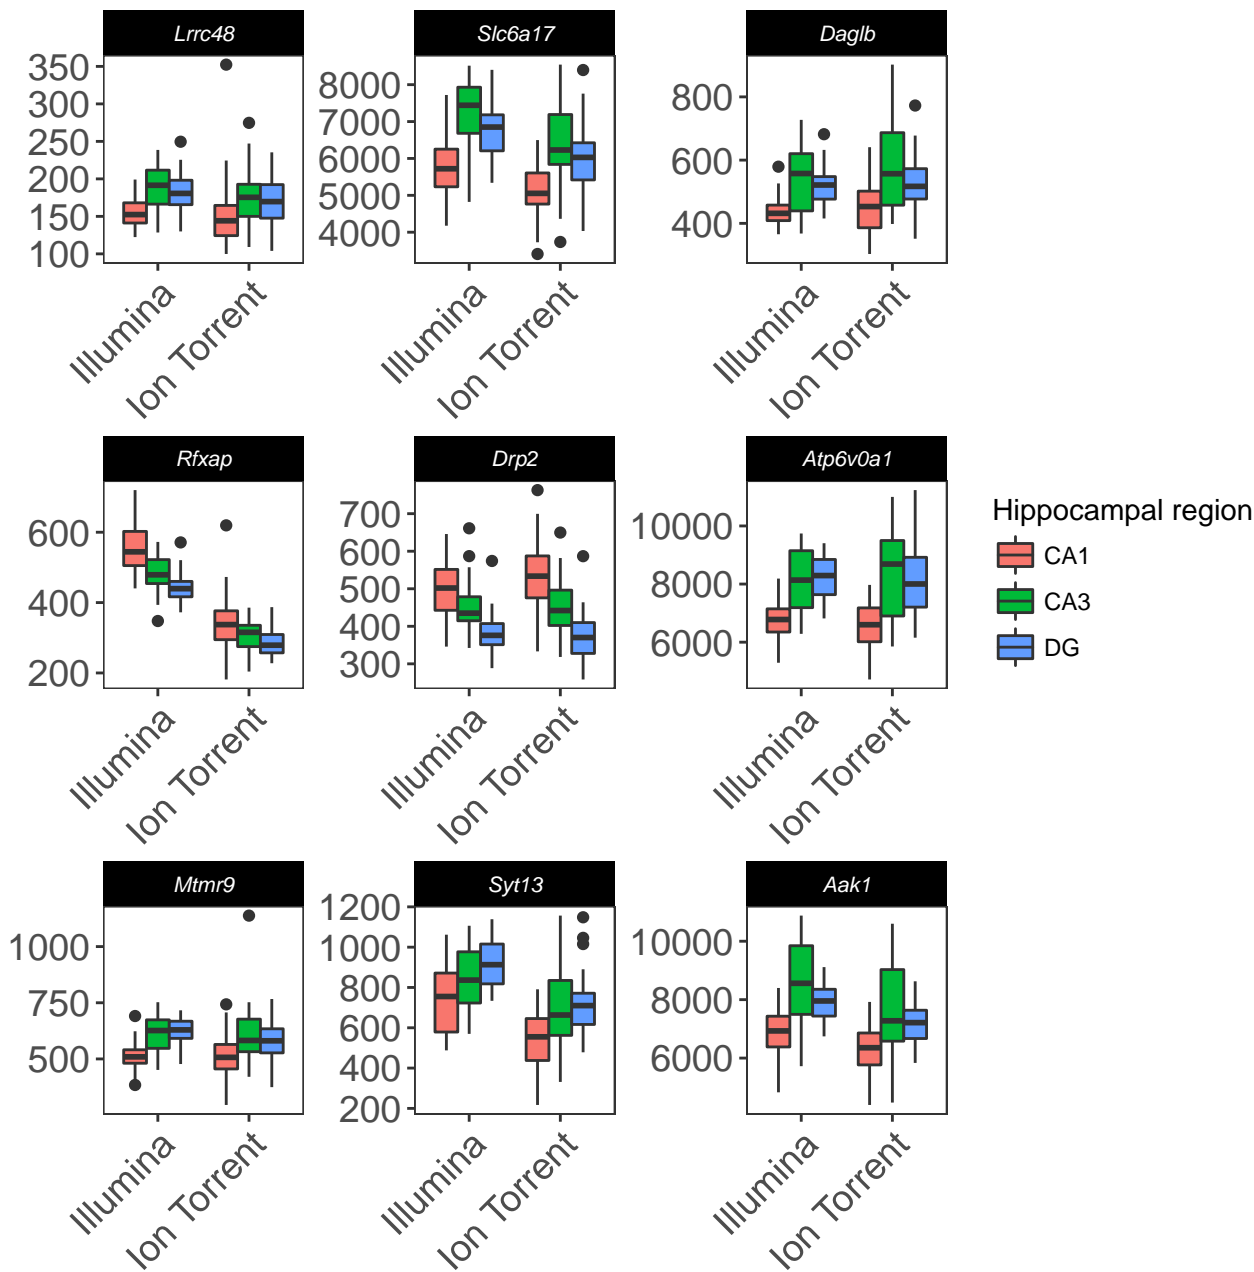

# Normalized counts

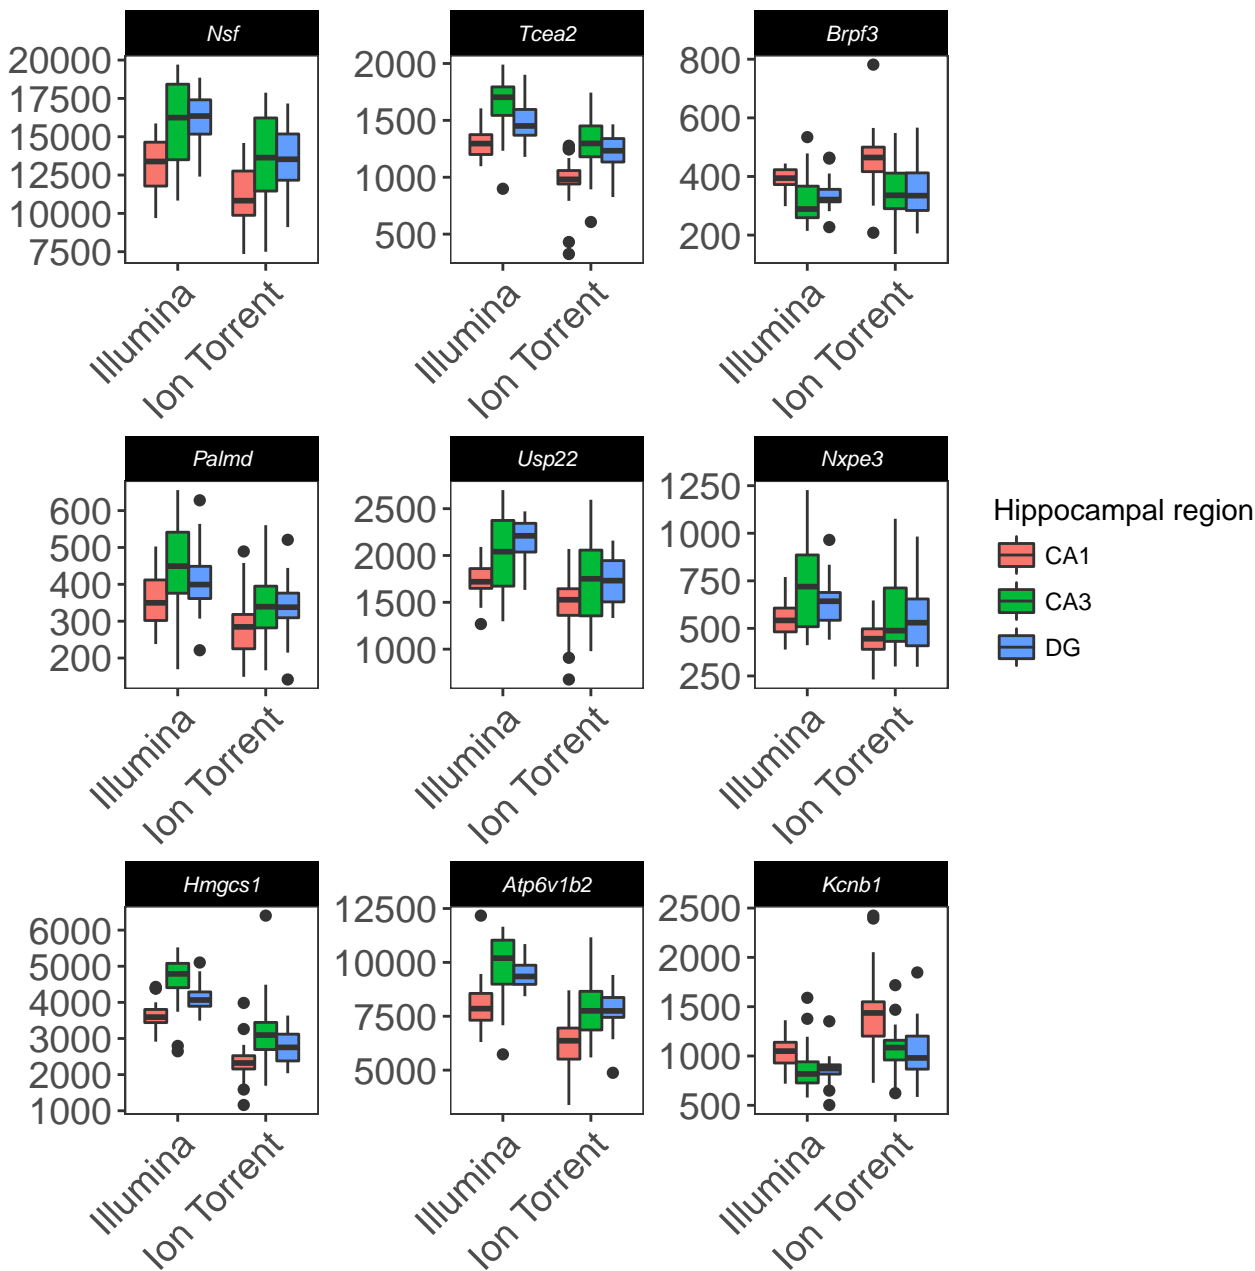

# Normalized counts

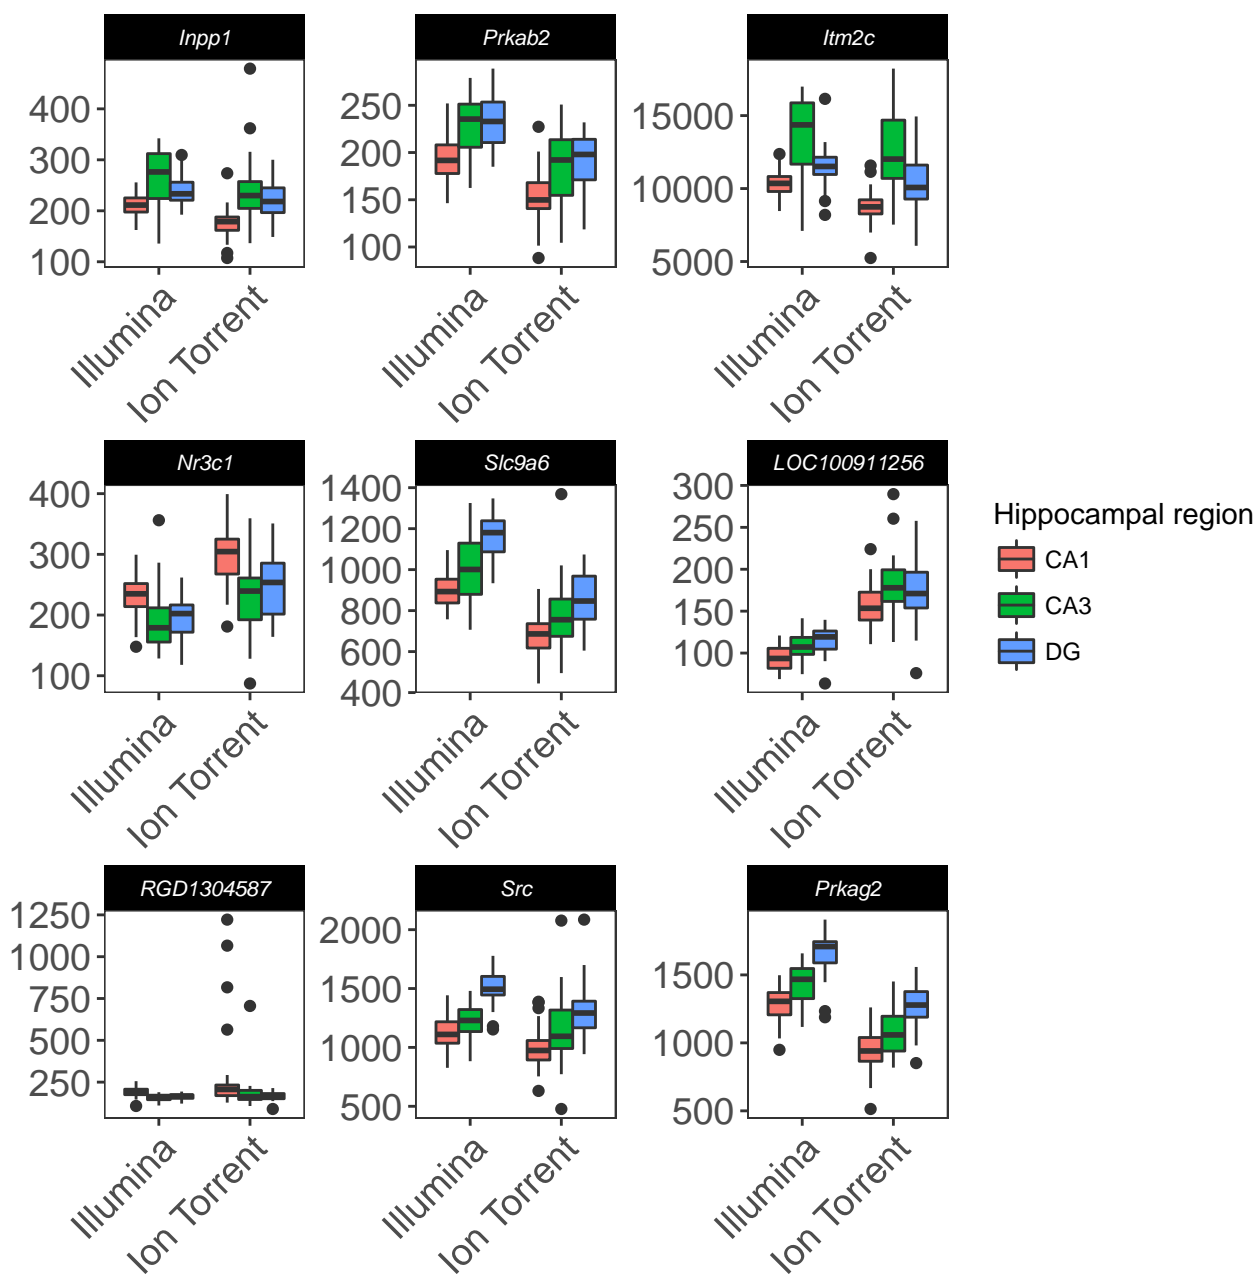

# Normalized counts

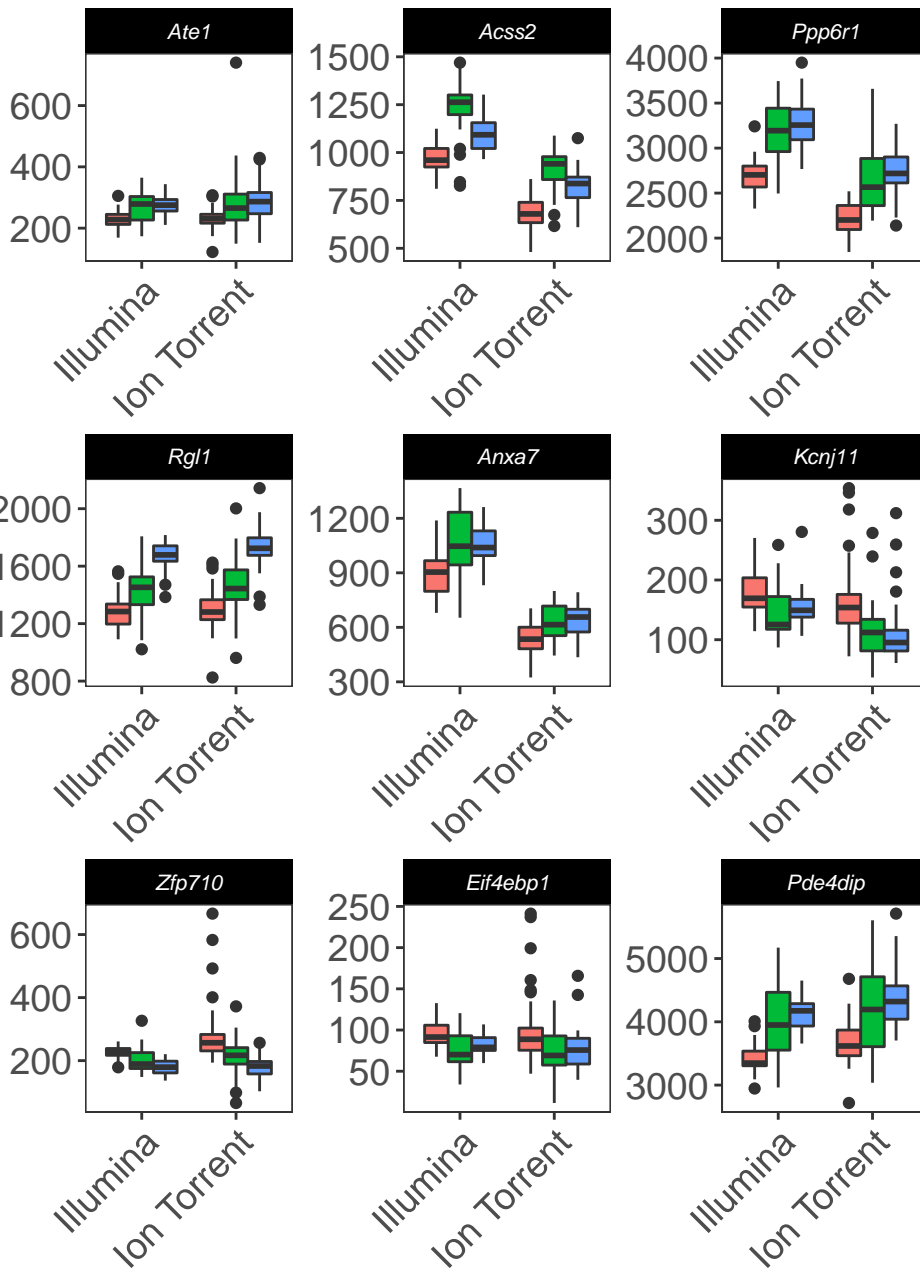

Hippocampal region

# Normalized counts

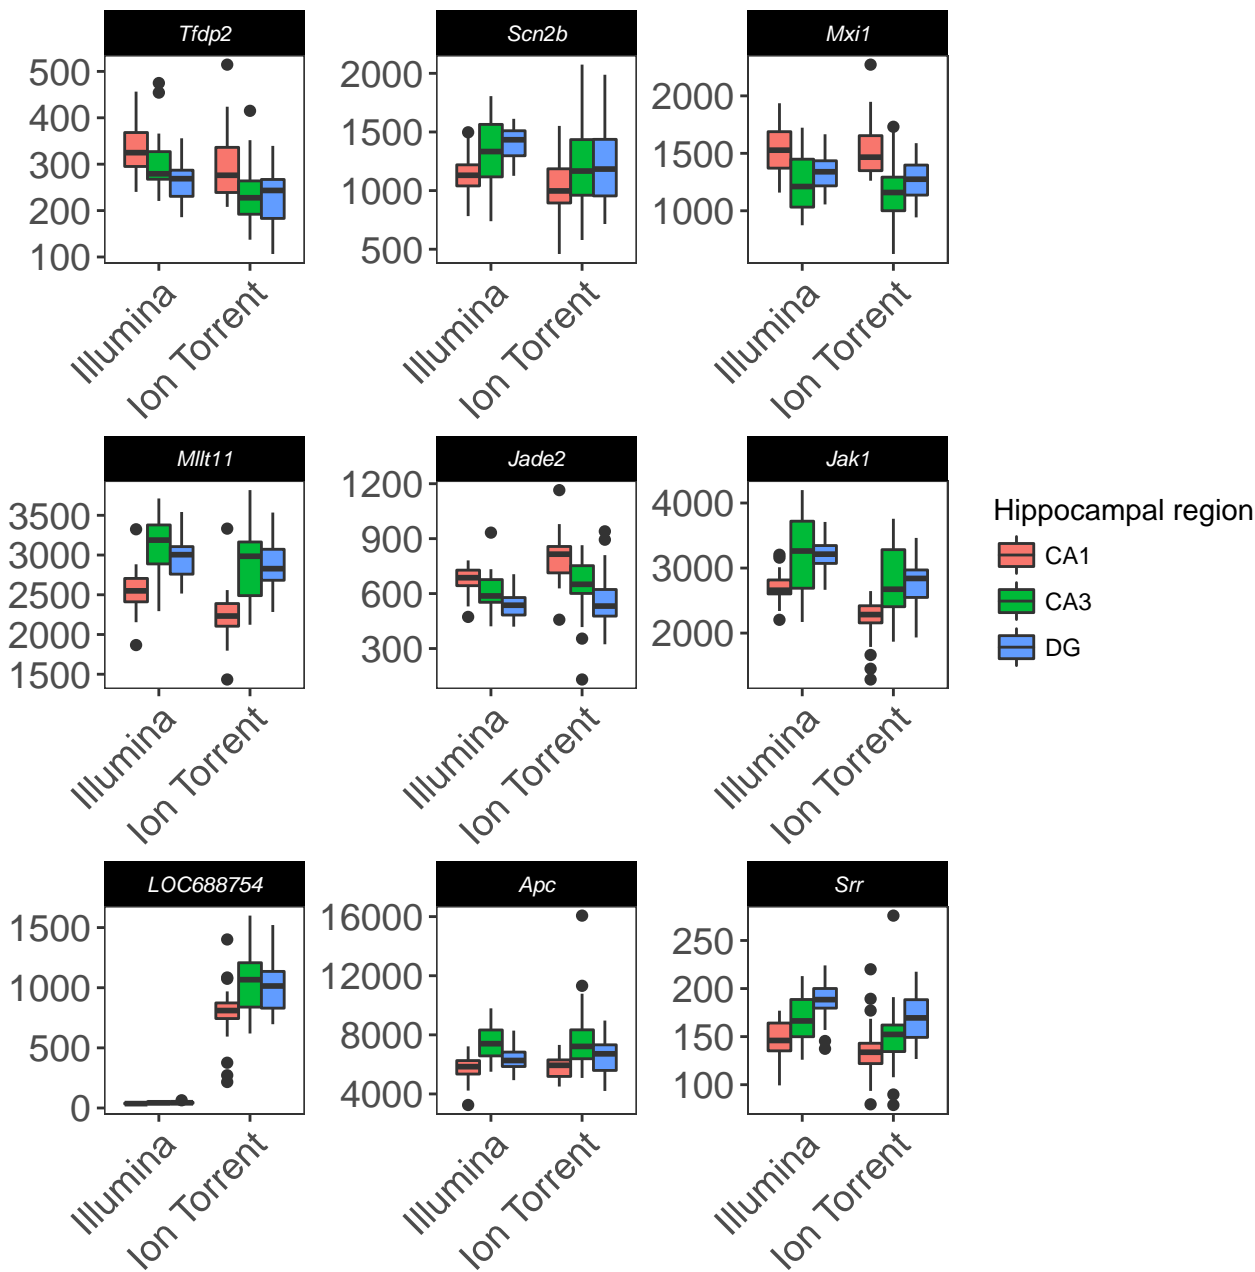

# Normalized counts

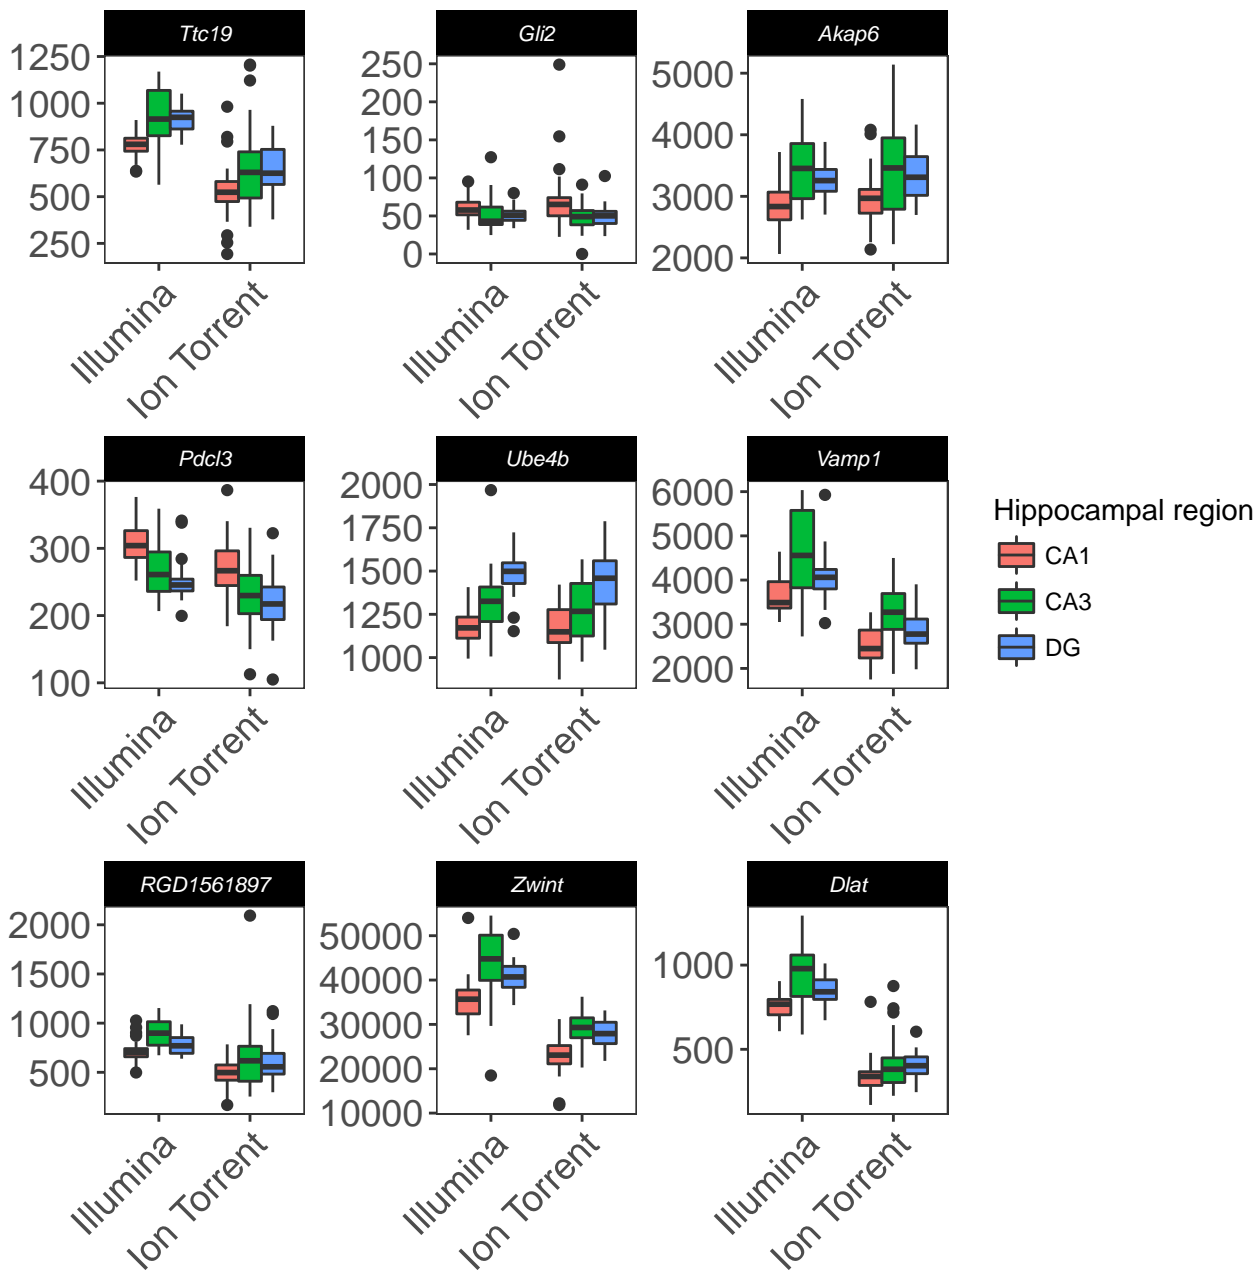

# Normalized counts

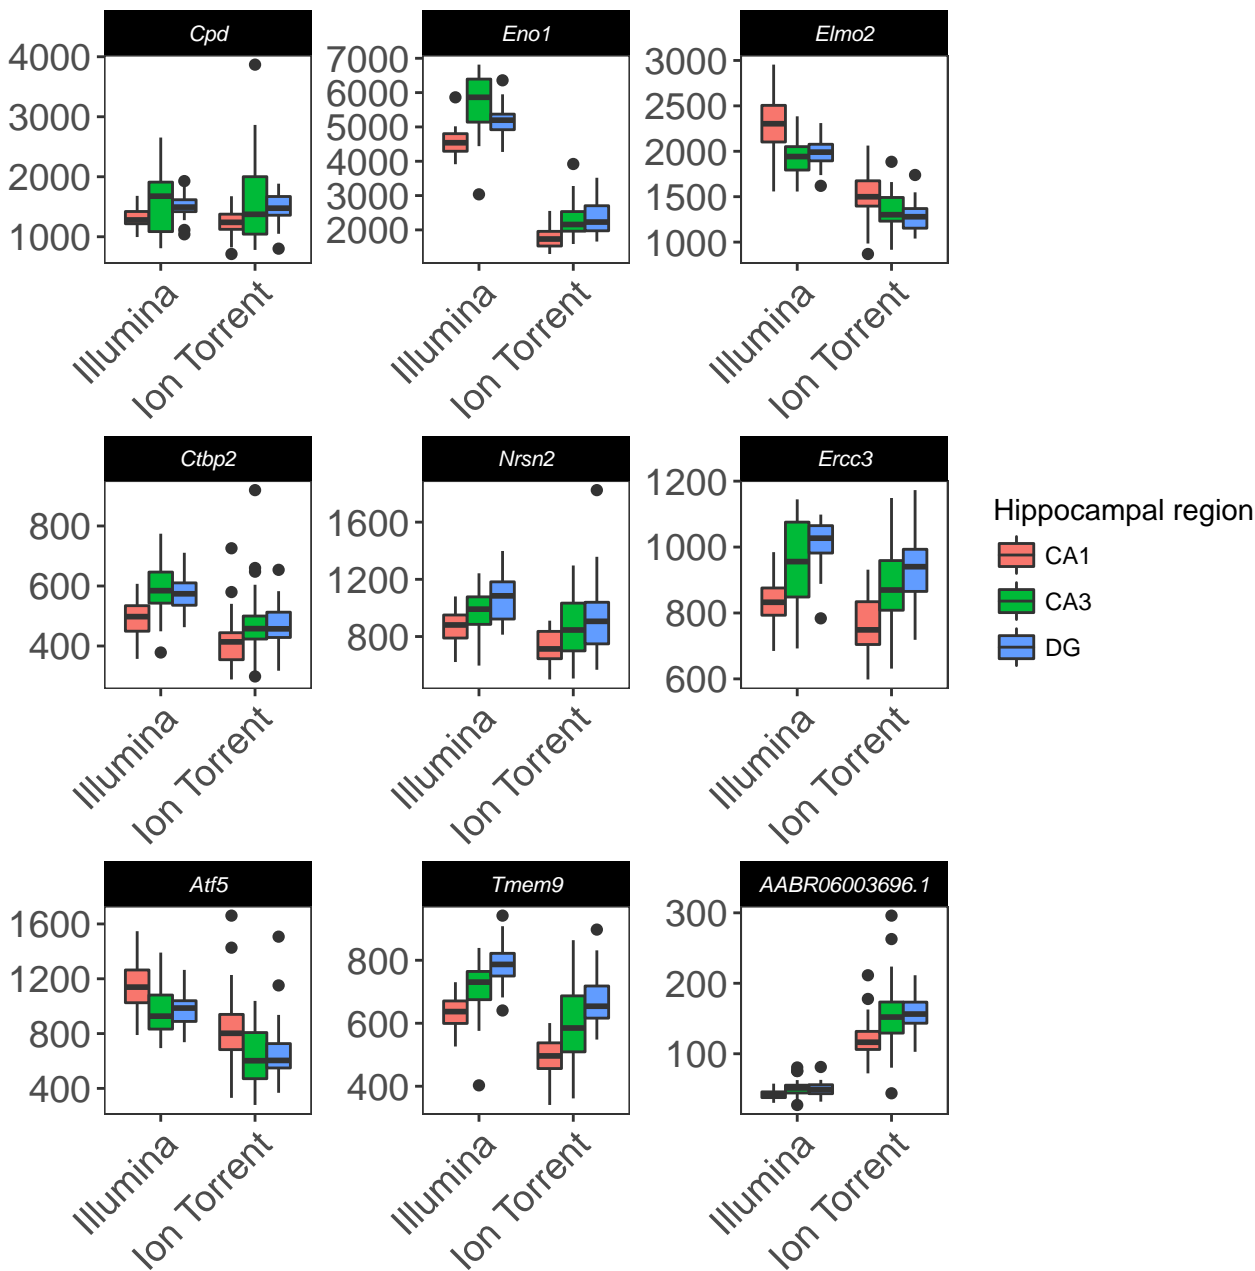

# Normalized counts

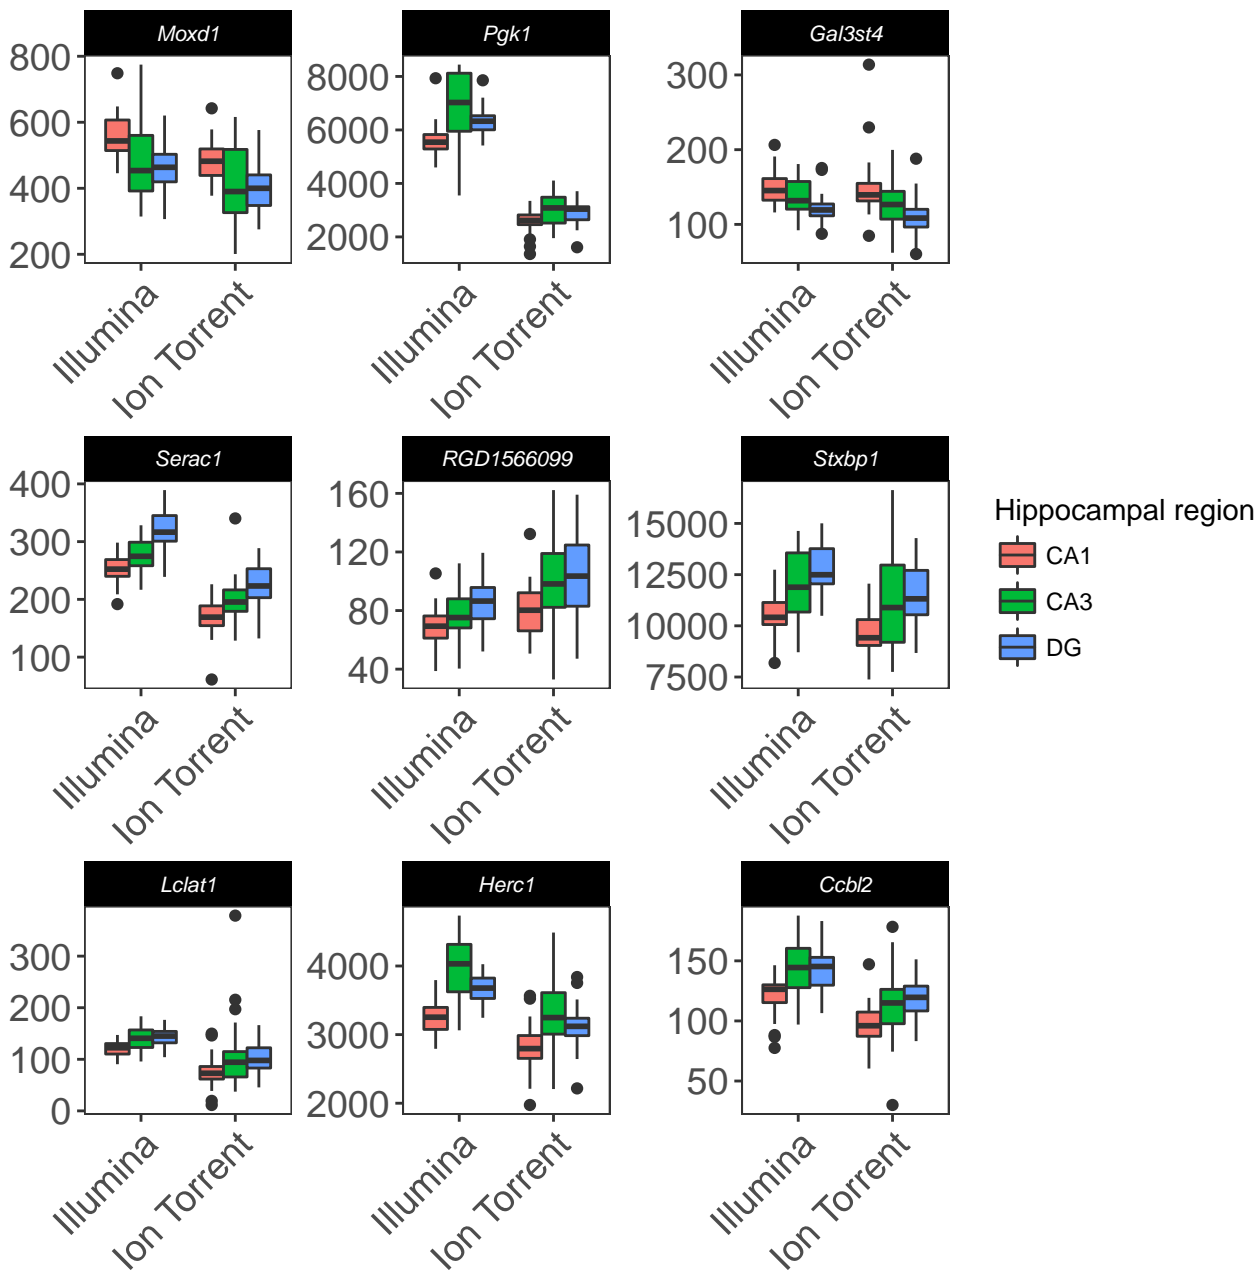

# Normalized counts

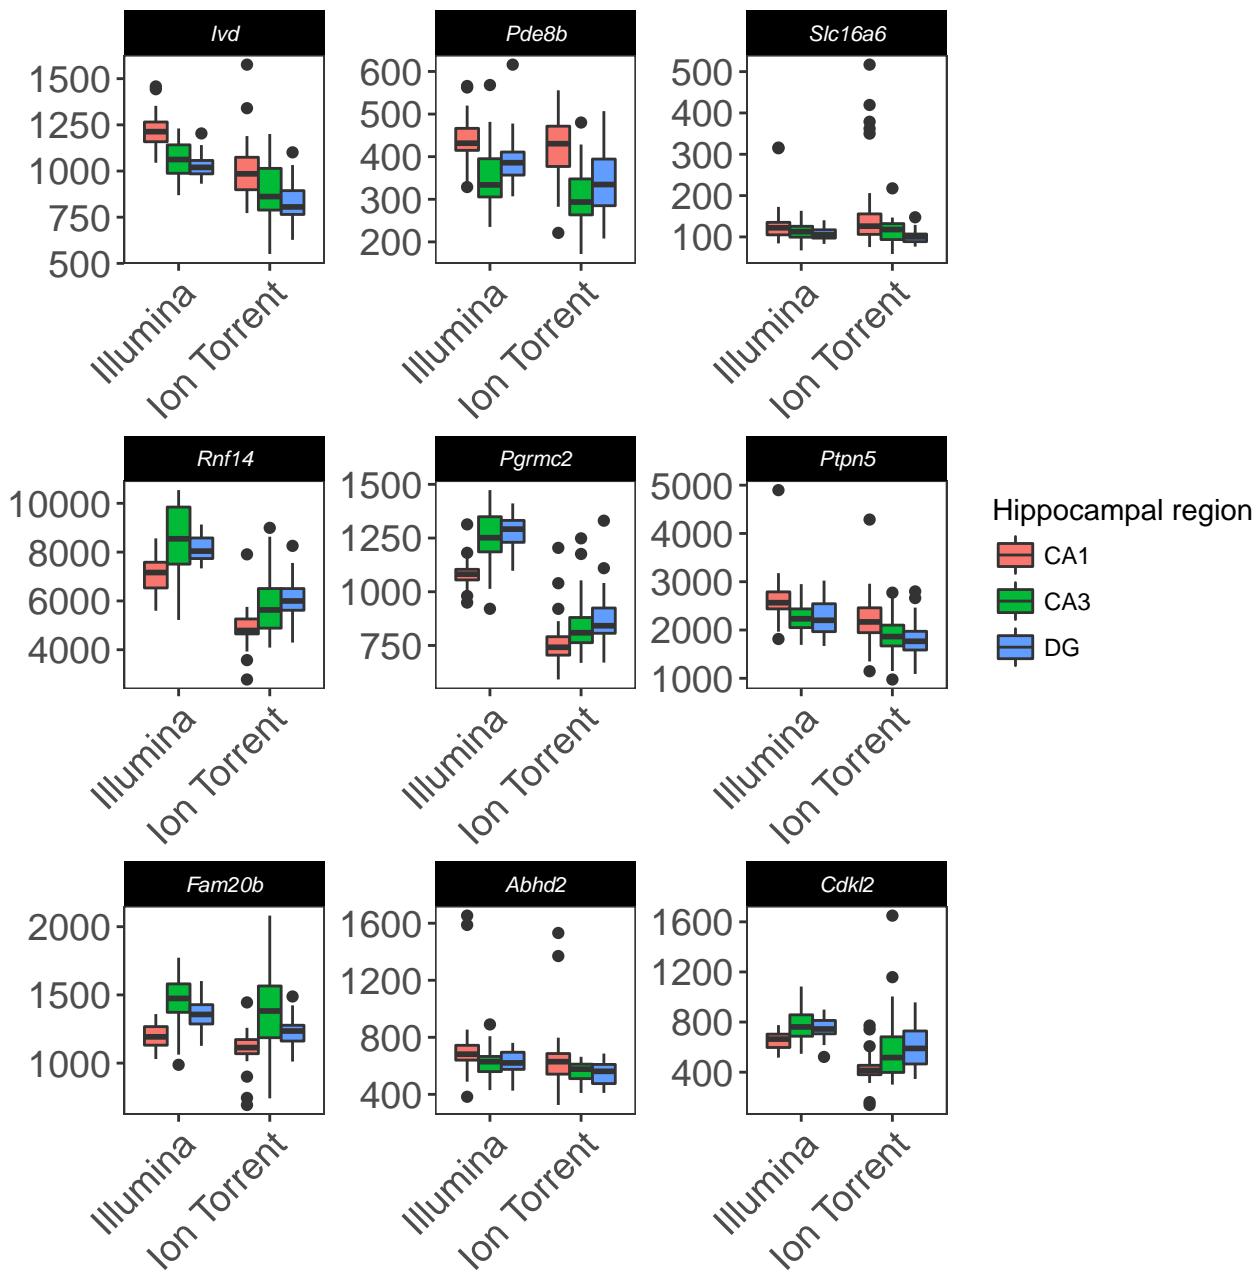

# Normalized counts

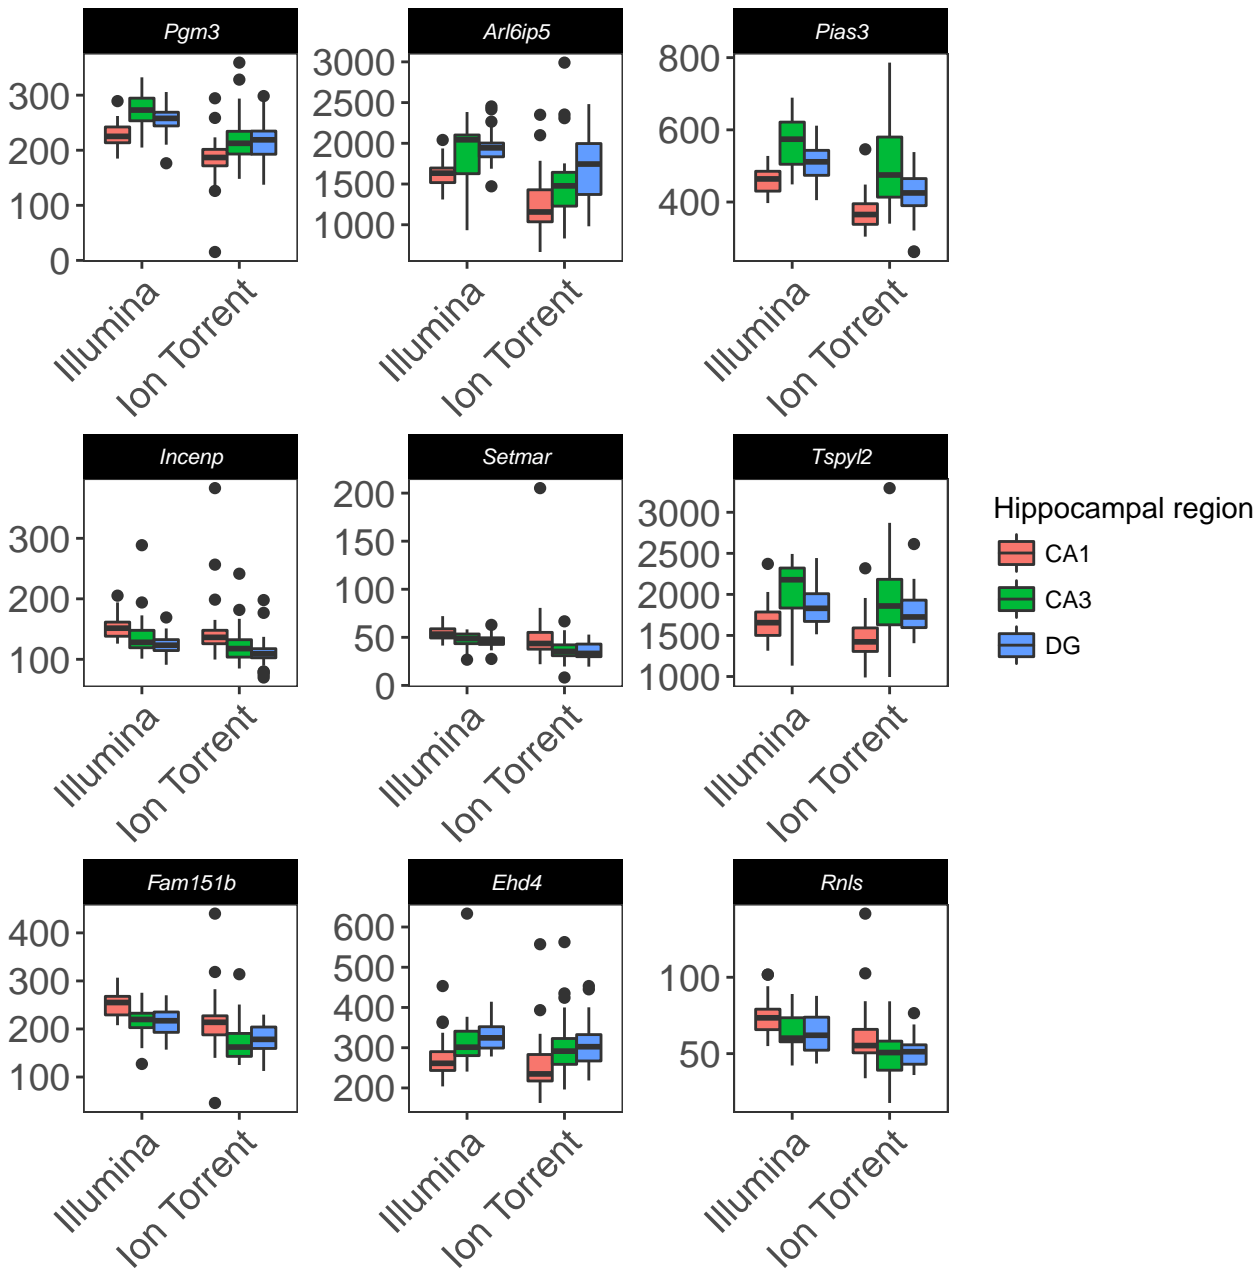

# Normalized counts

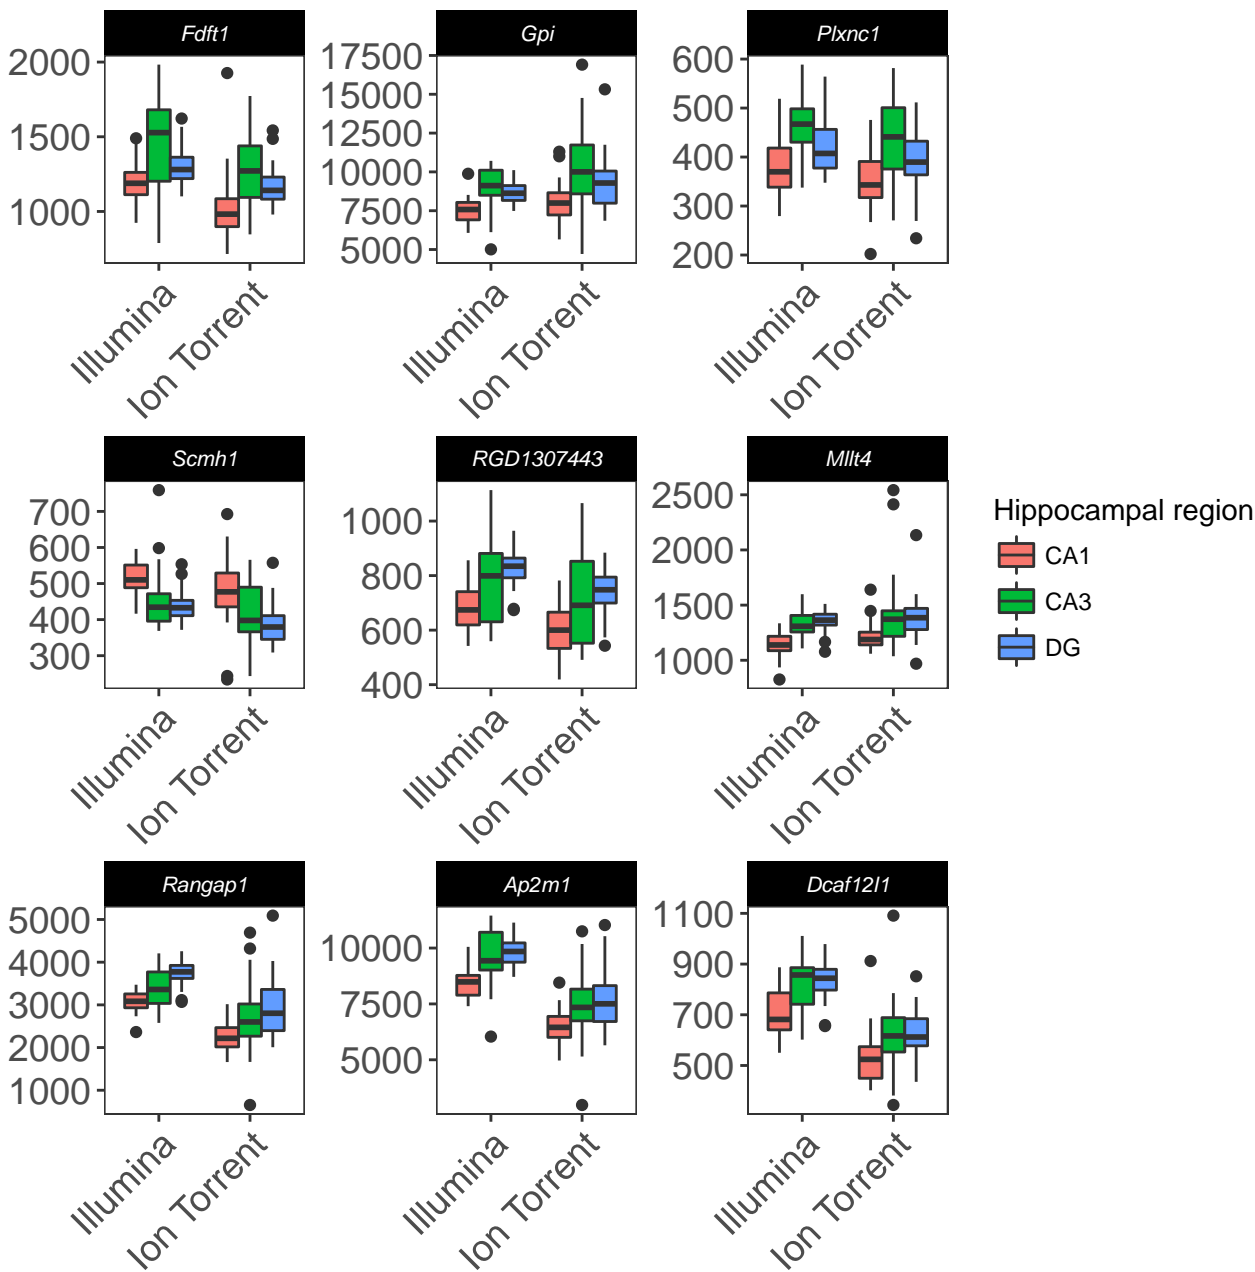

# Normalized counts

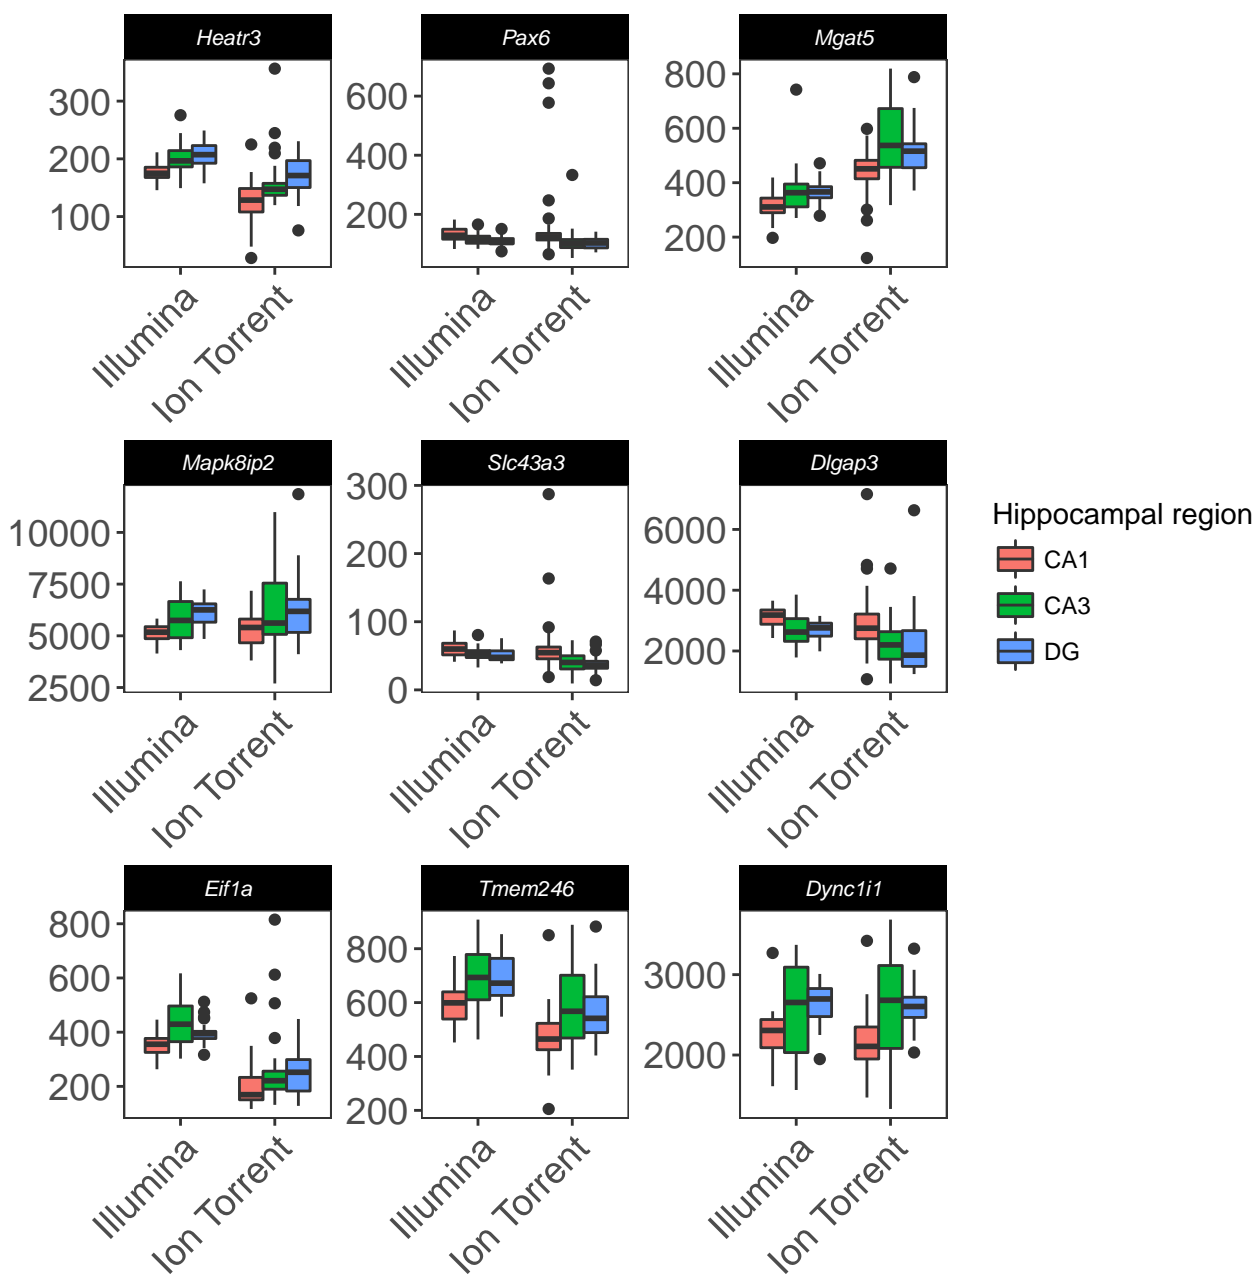

# Normalized counts

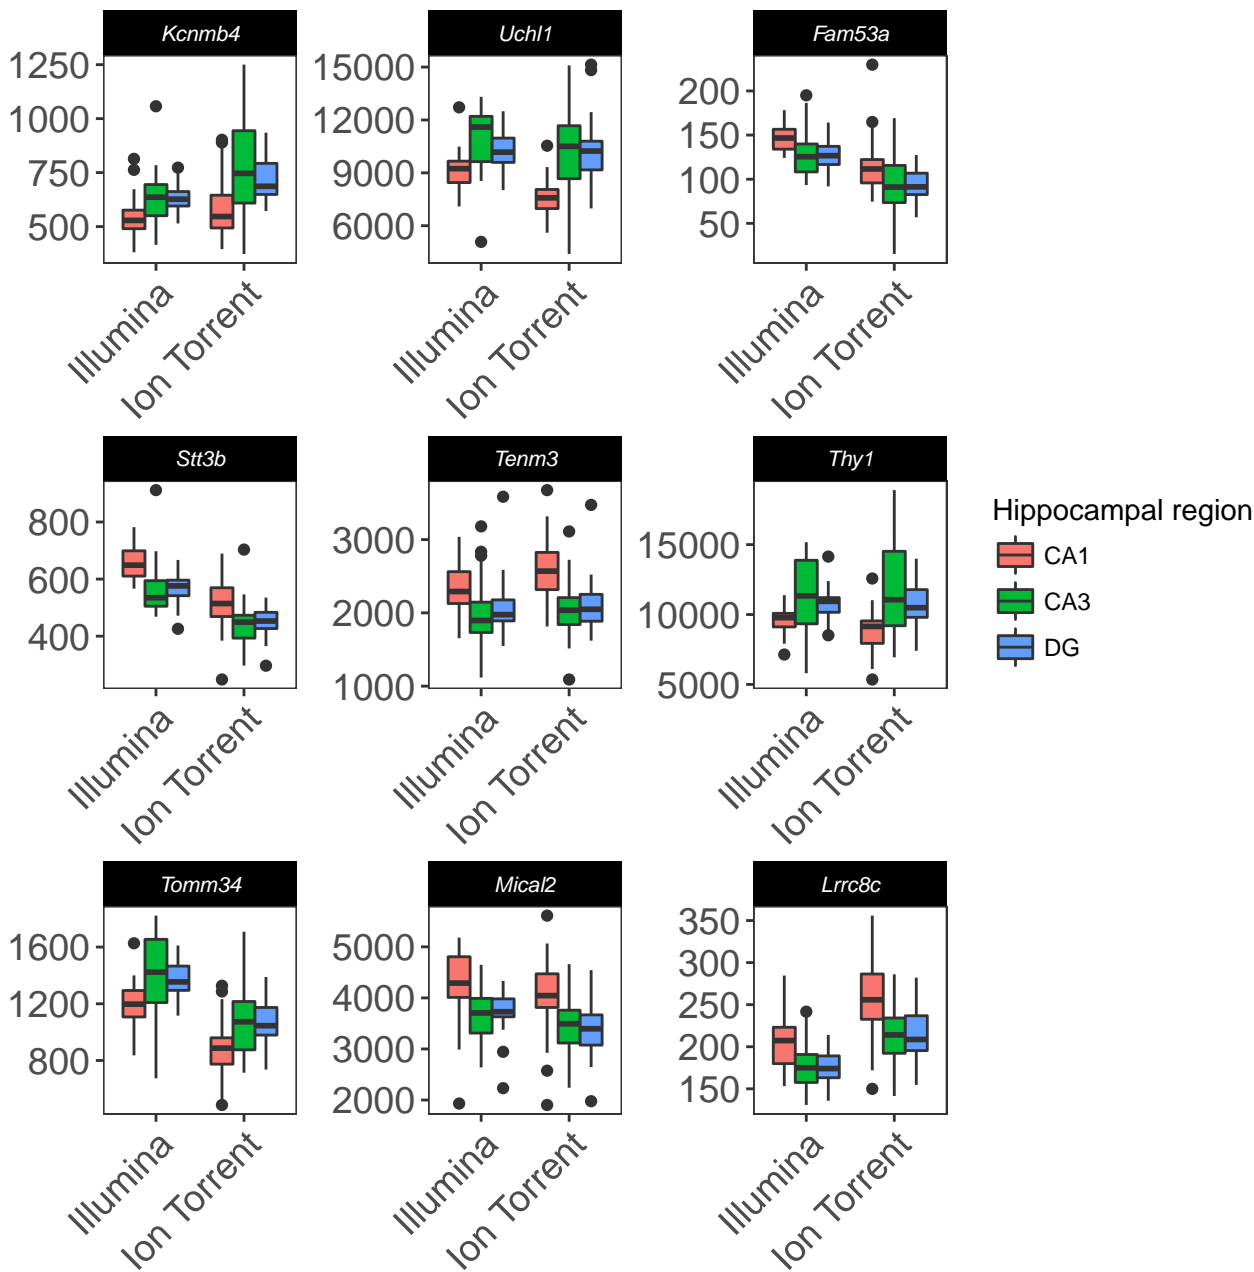

# Normalized counts

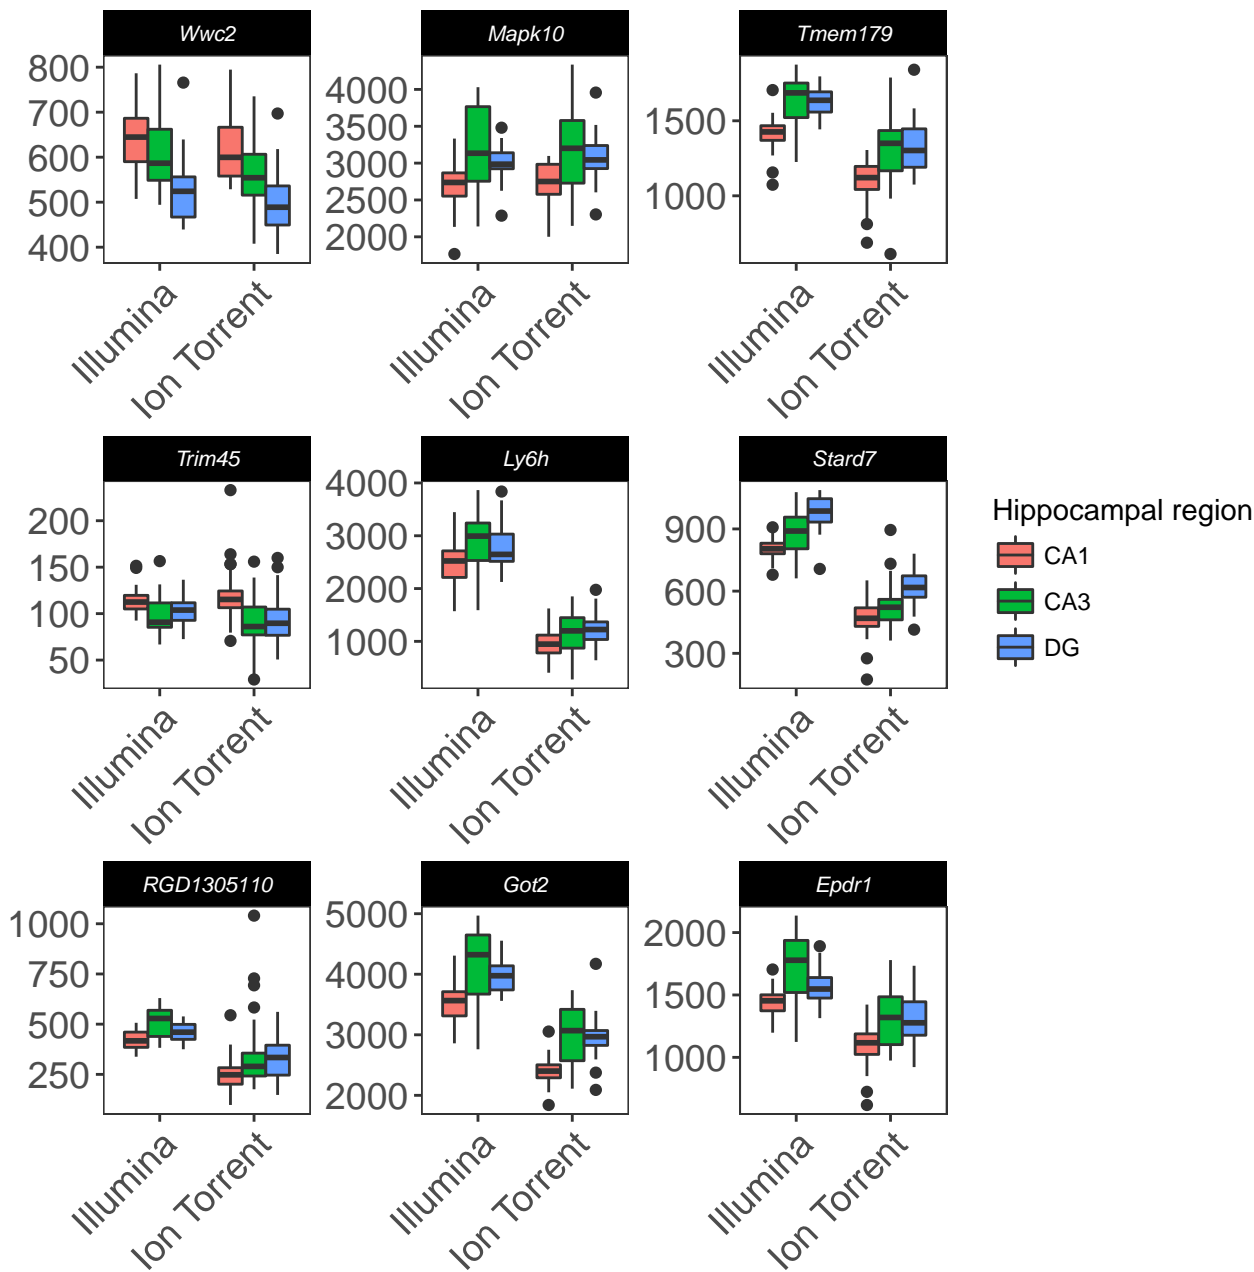

# Normalized counts

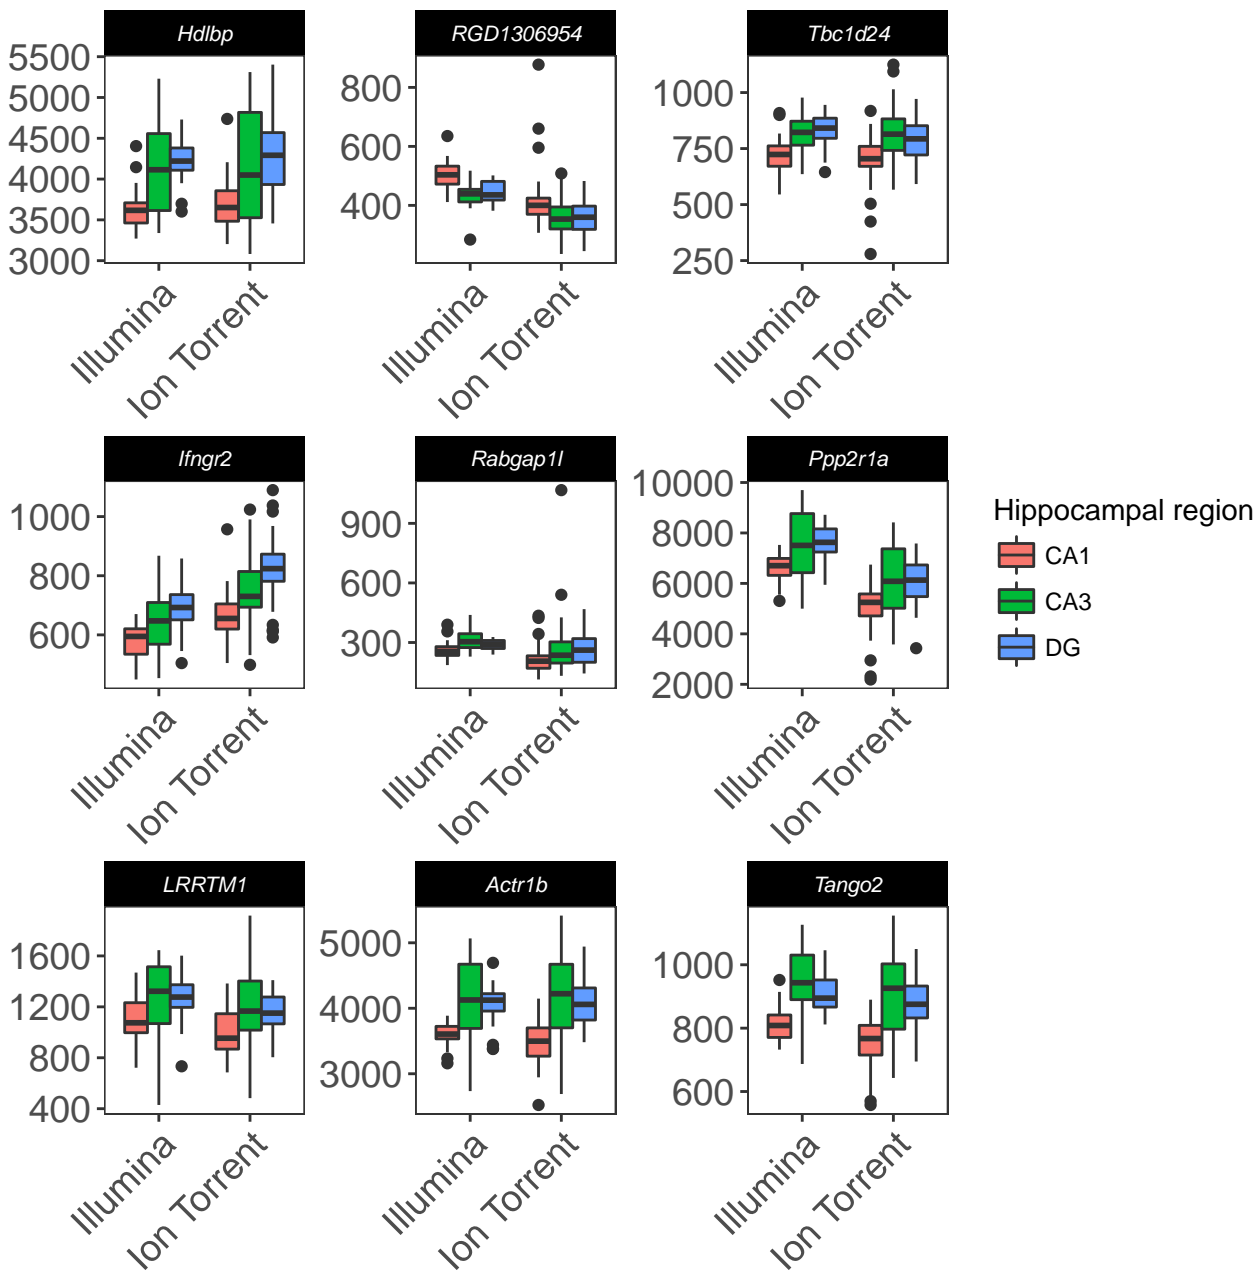

# Normalized counts

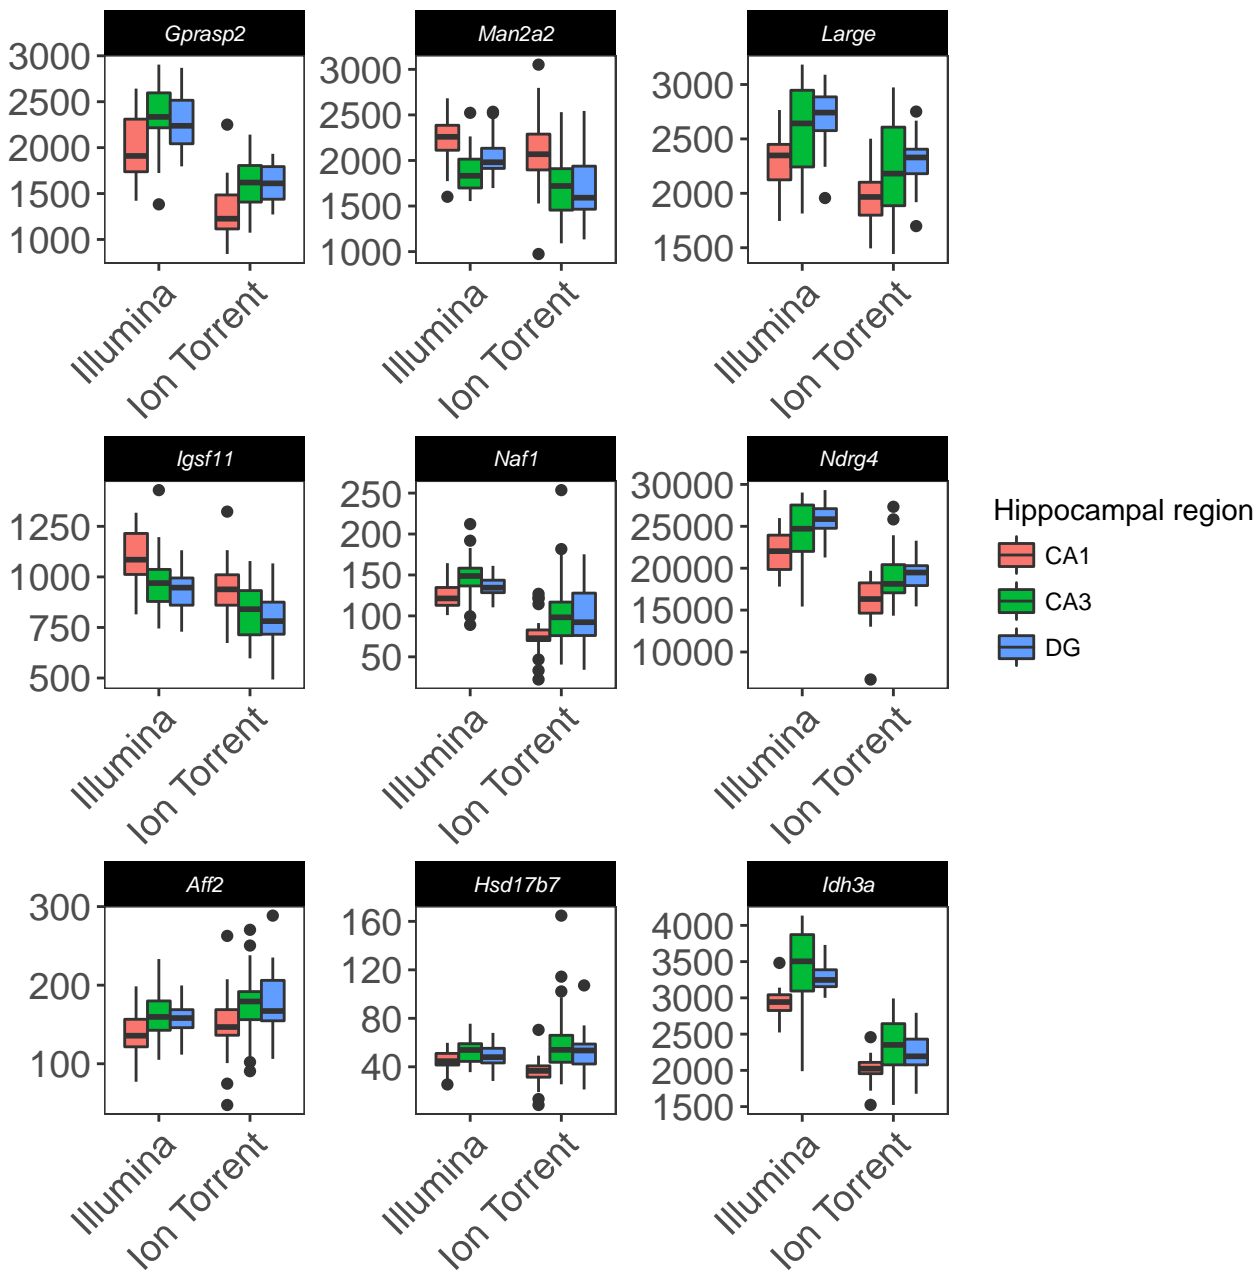

# Normalized counts

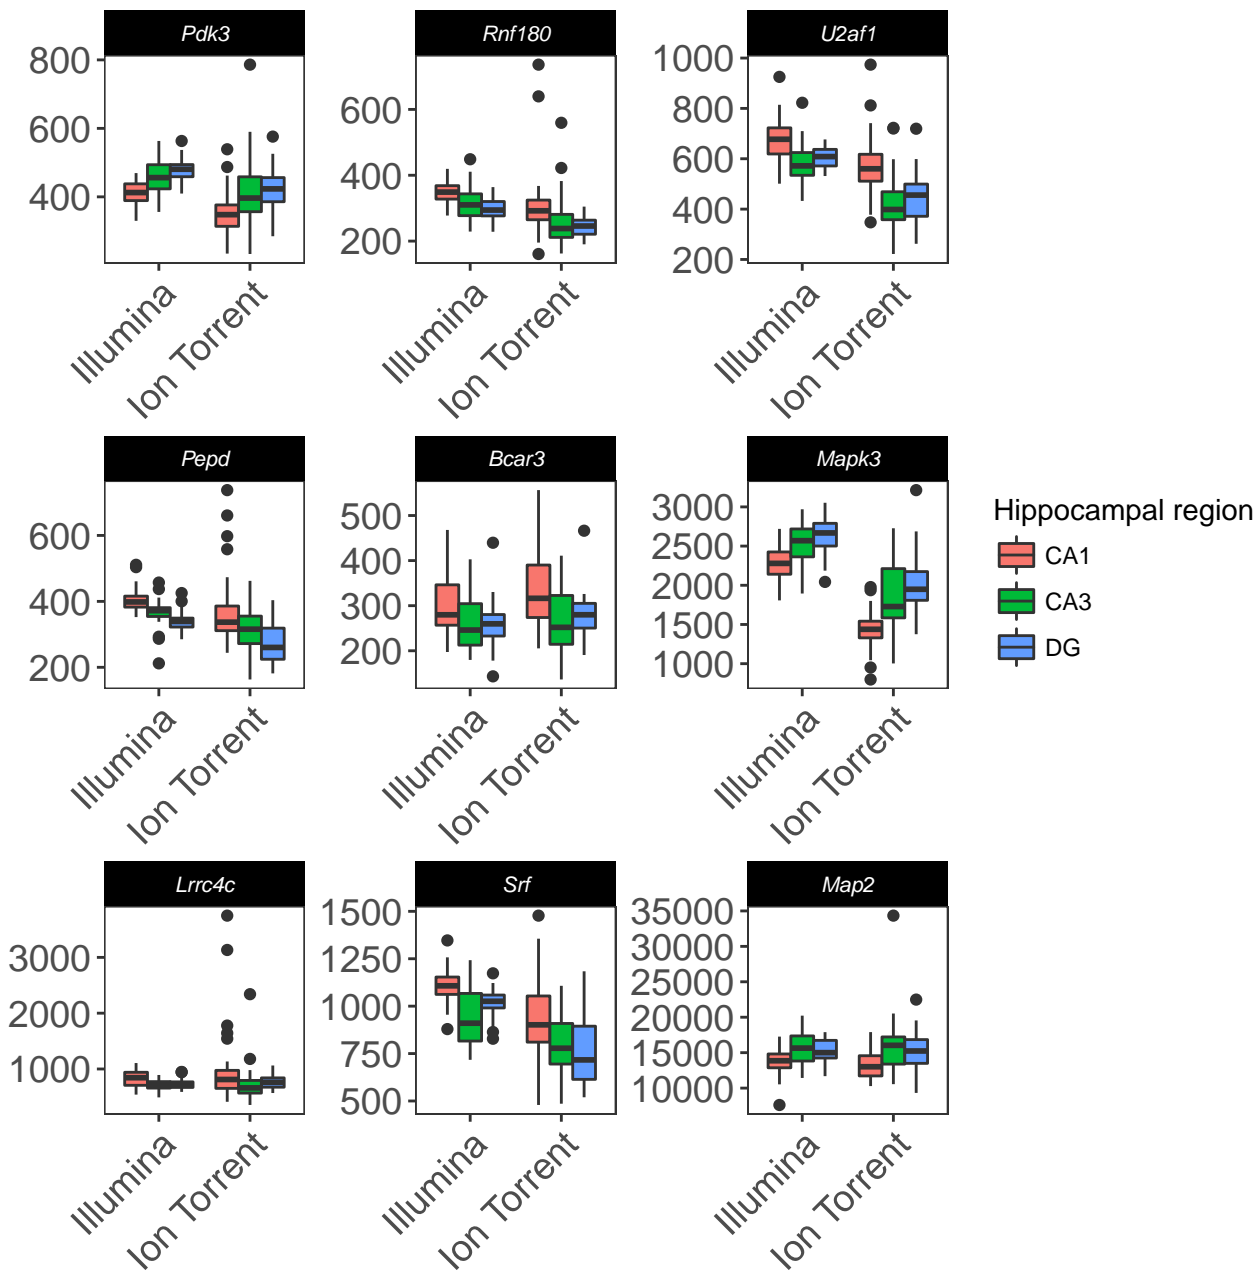

# Normalized counts

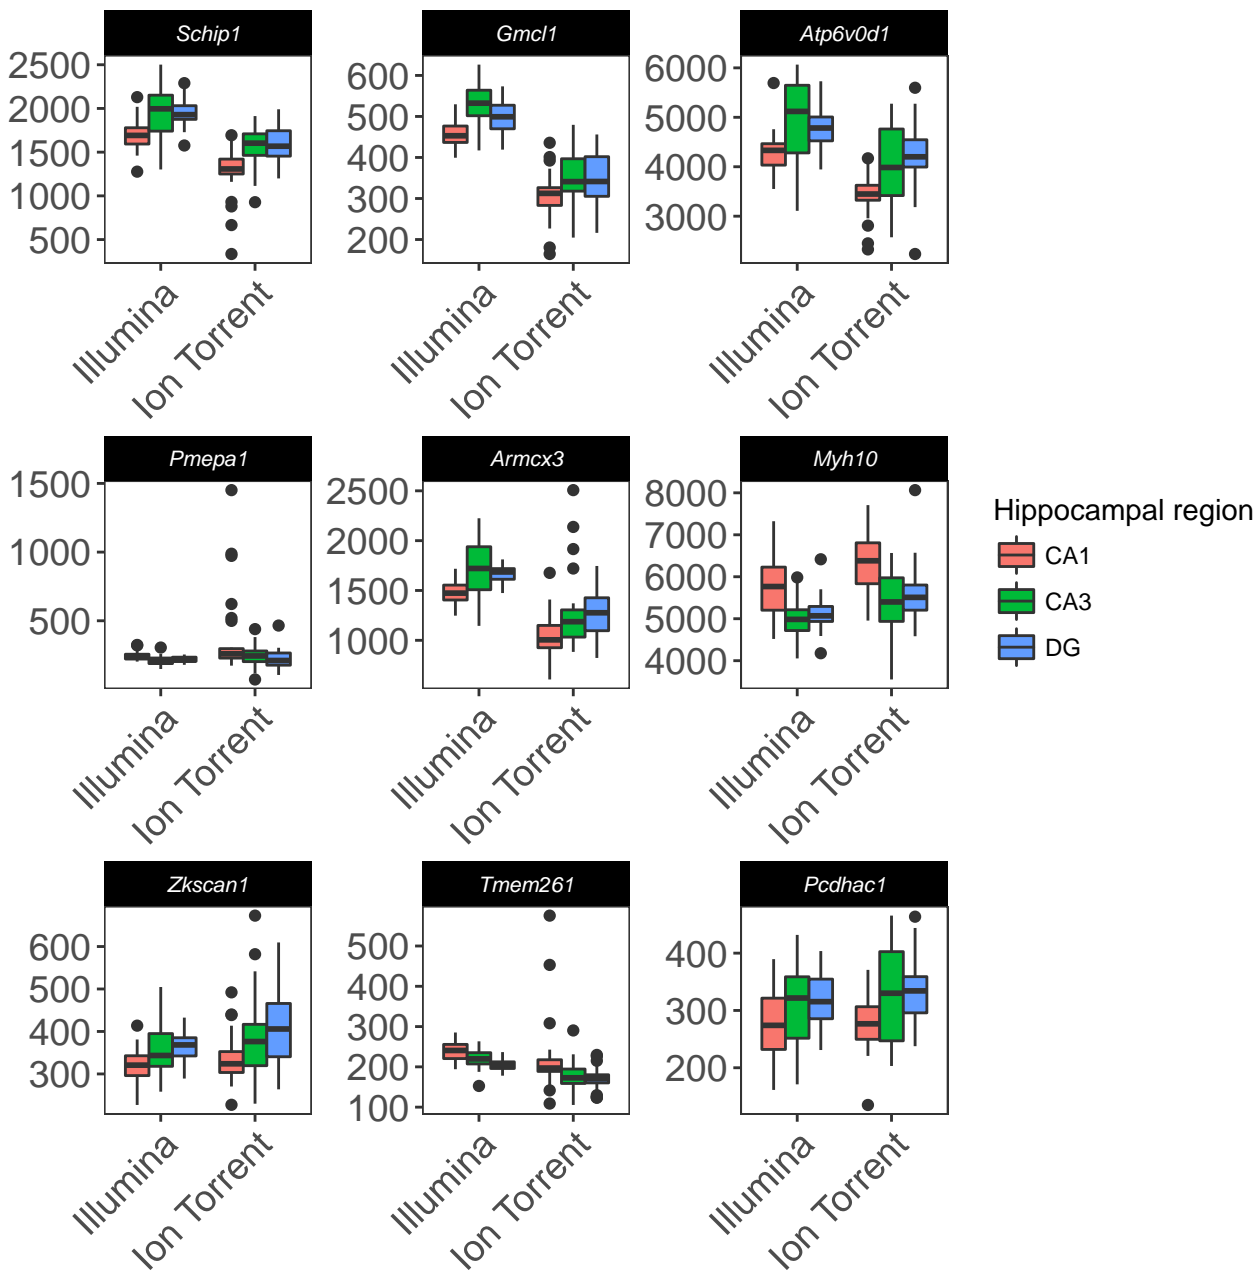

# Normalized counts

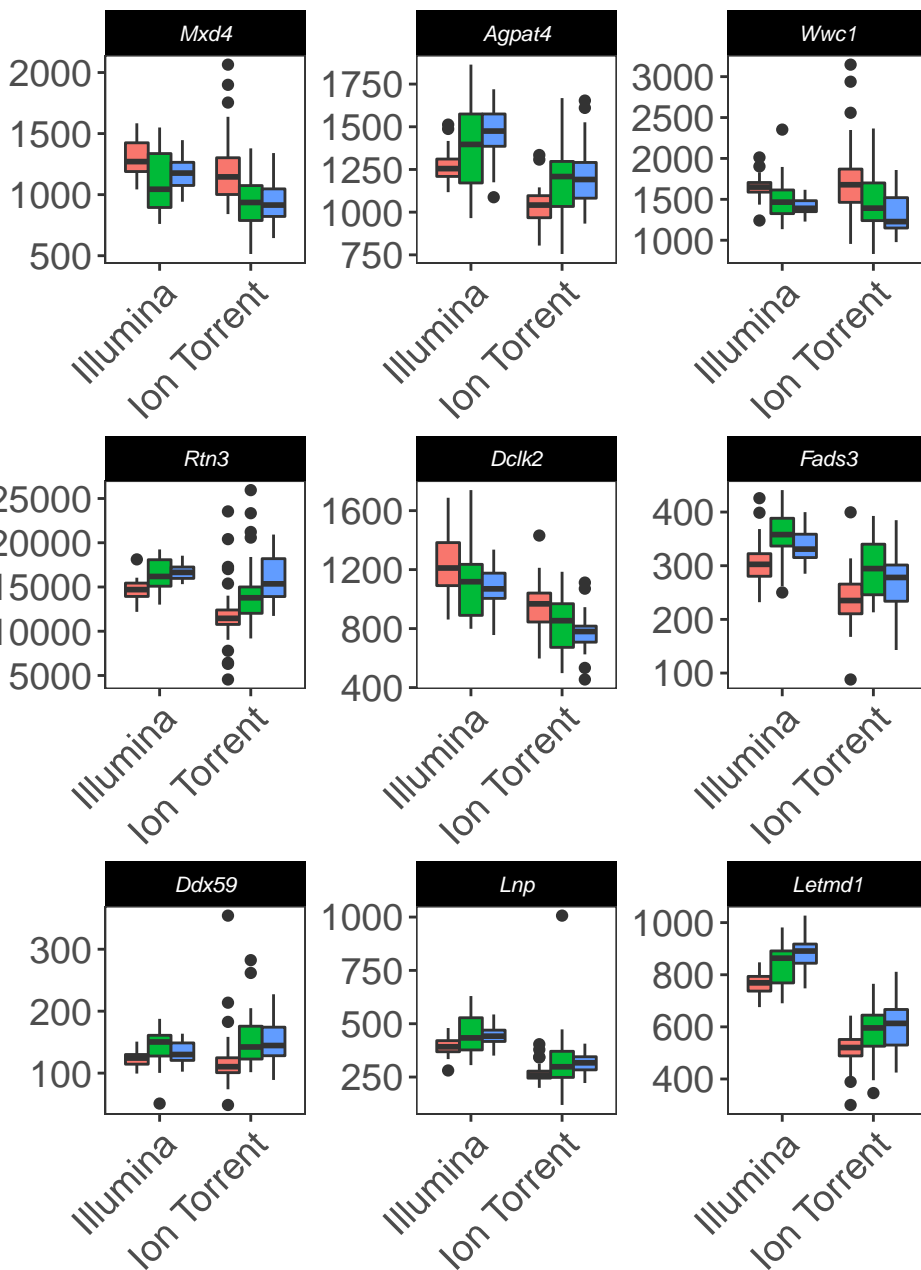

Hippocampal region

# Normalized counts

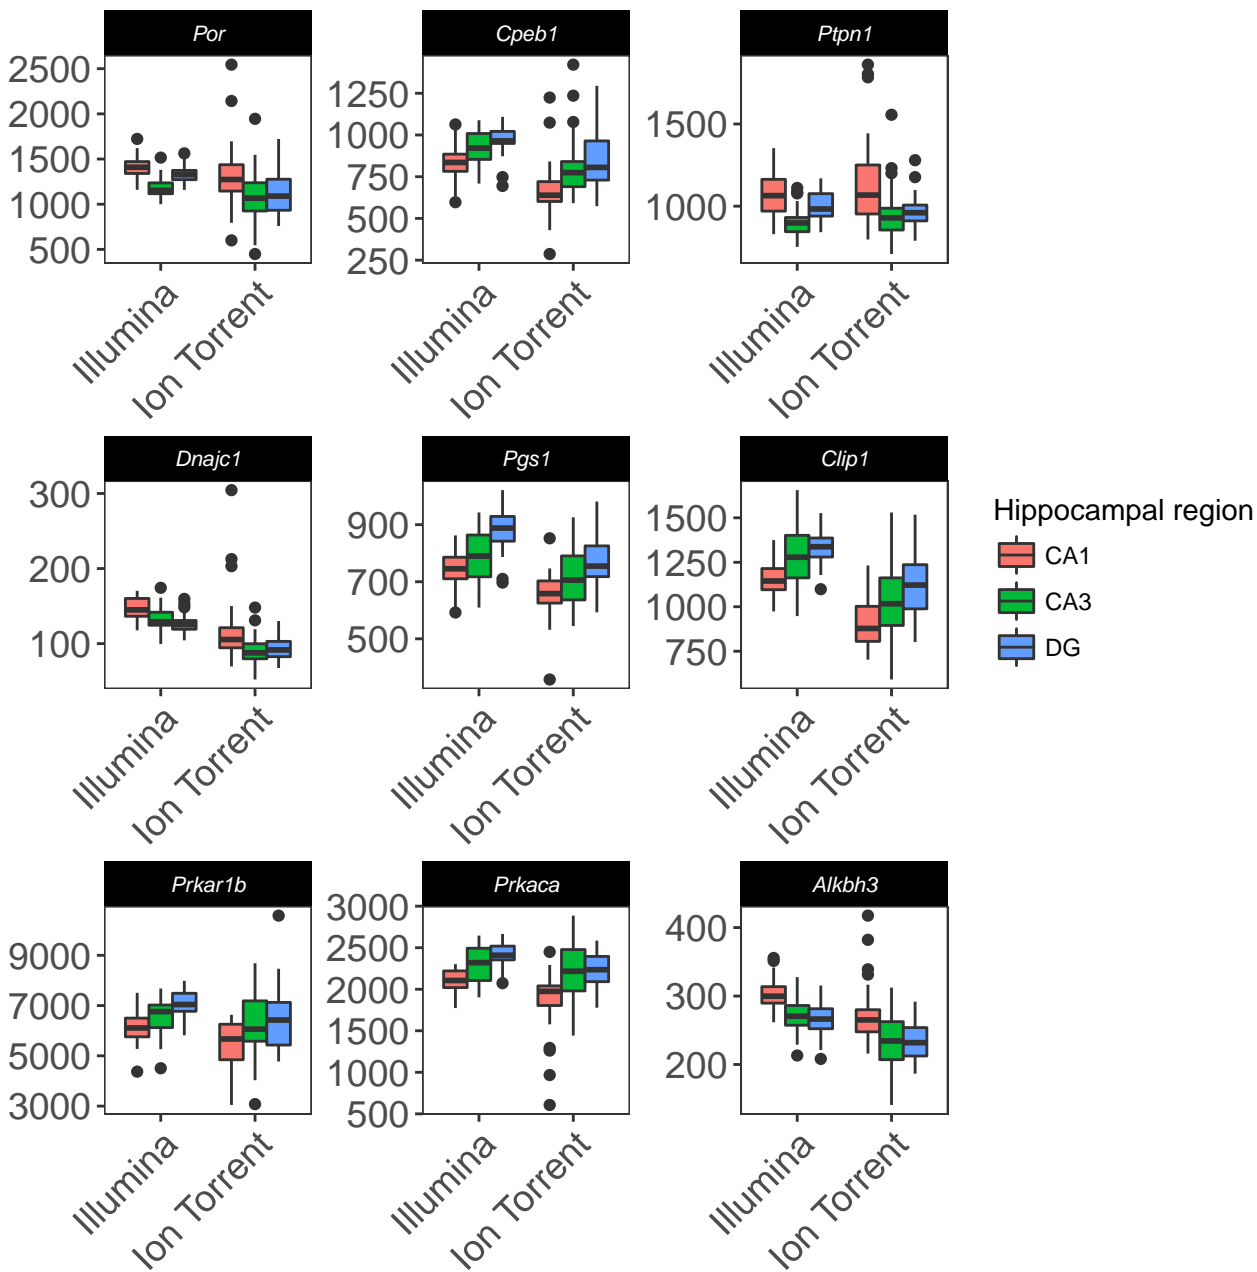

# Normalized counts

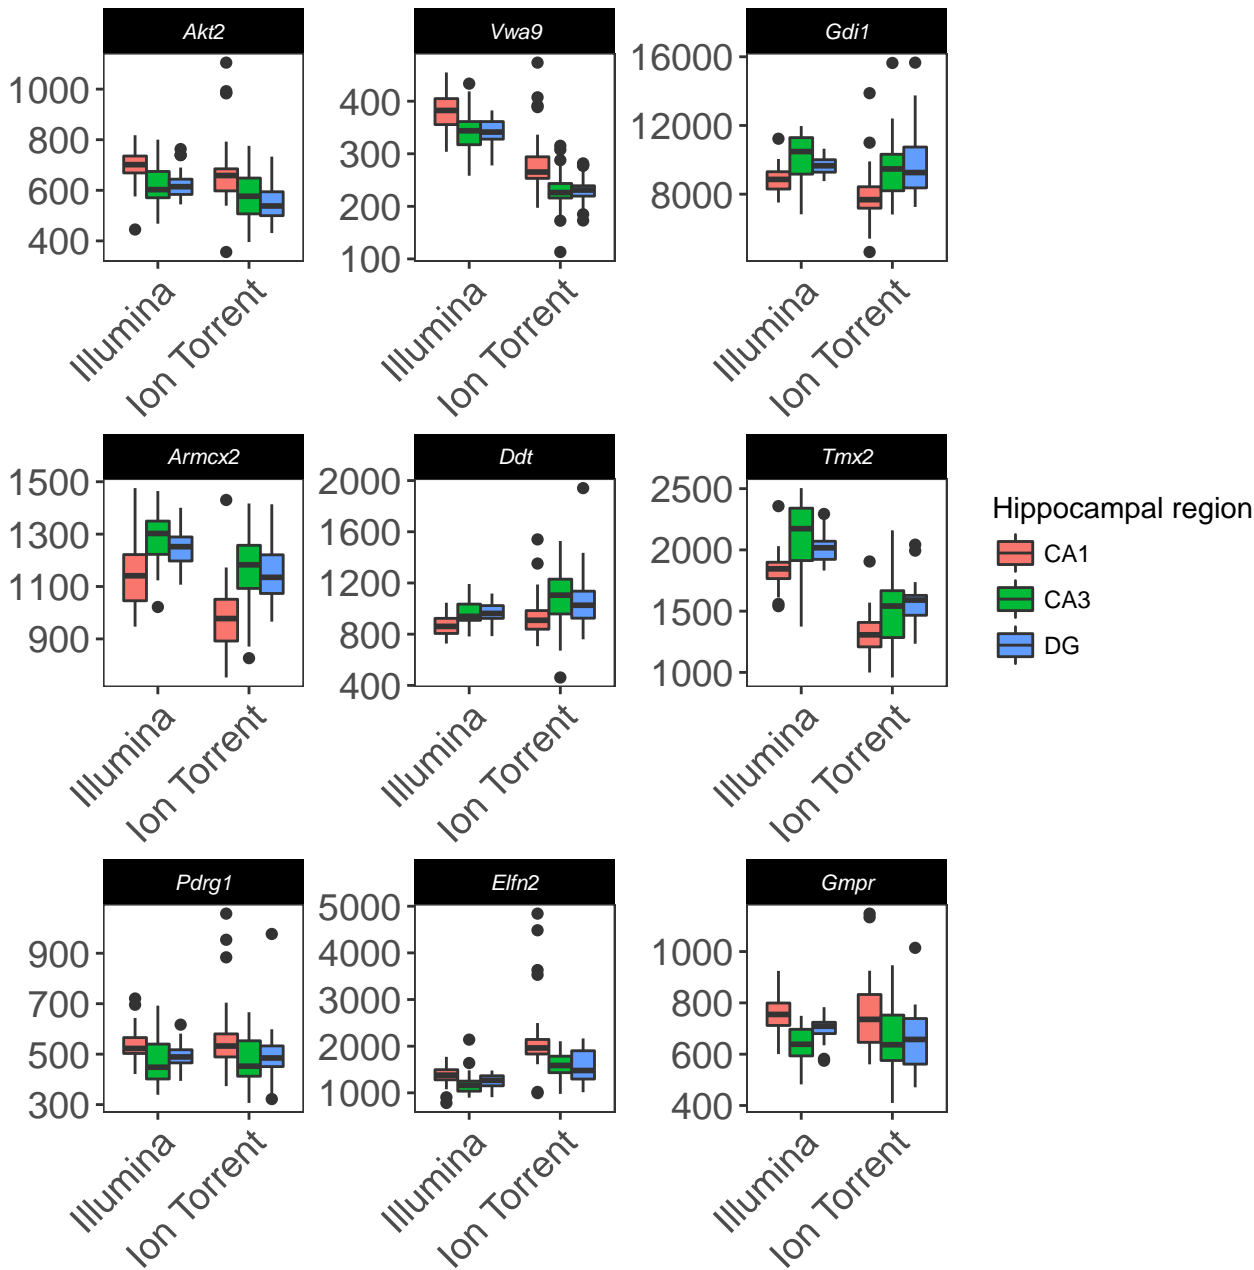

# Normalized counts

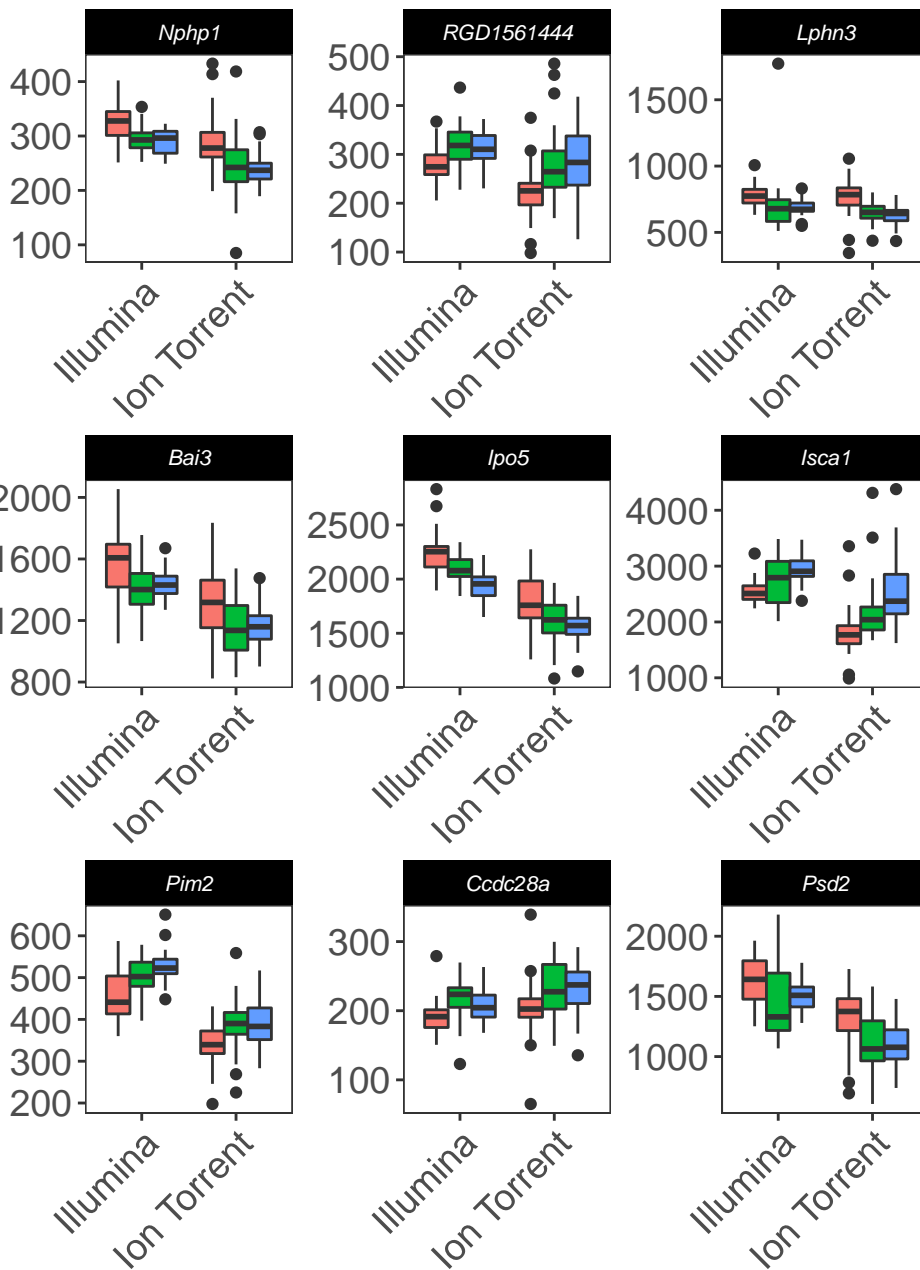

Hippocampal region

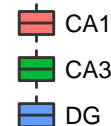

# Normalized counts

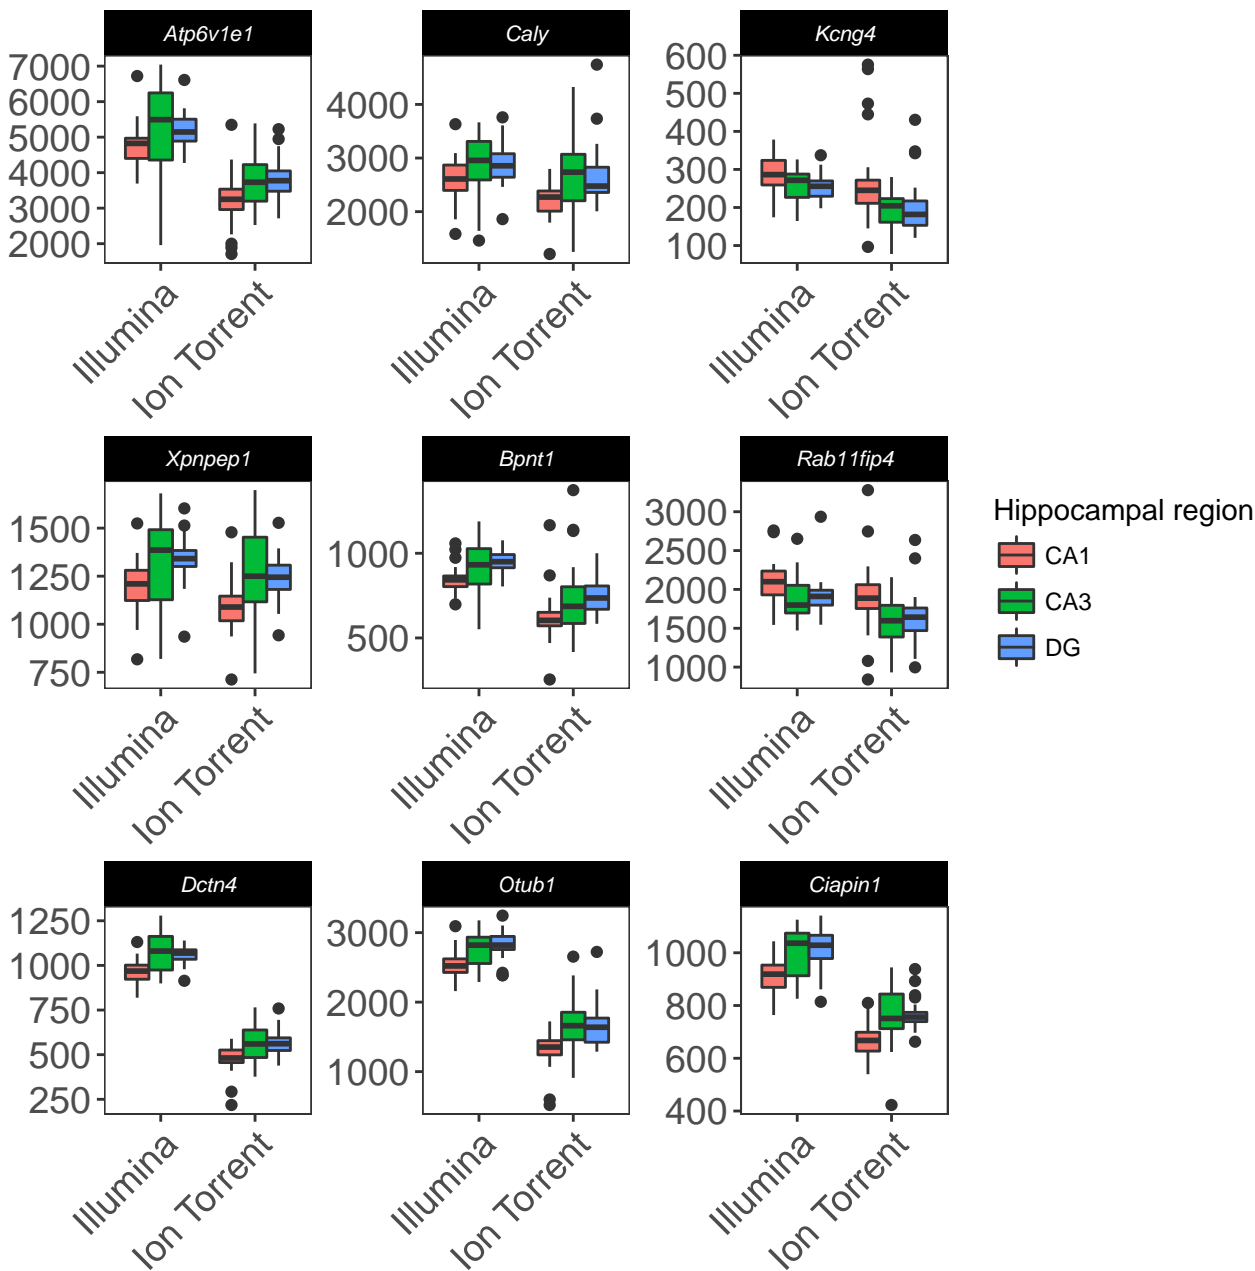

# Normalized counts

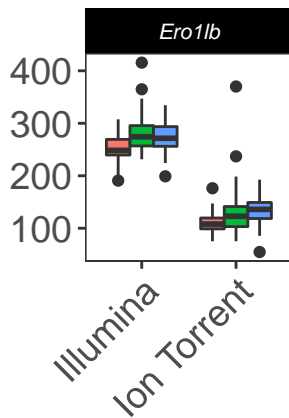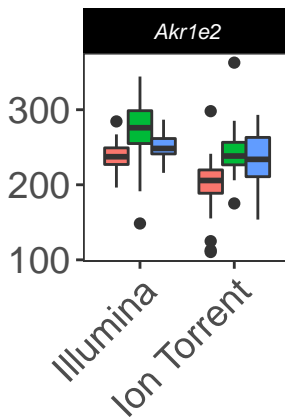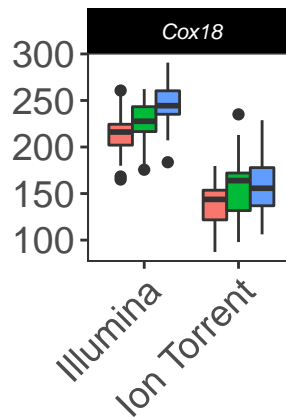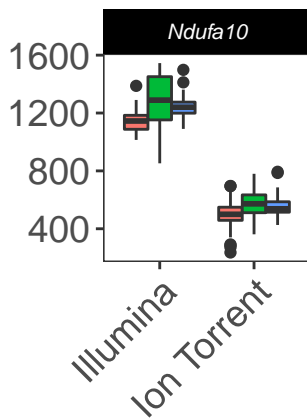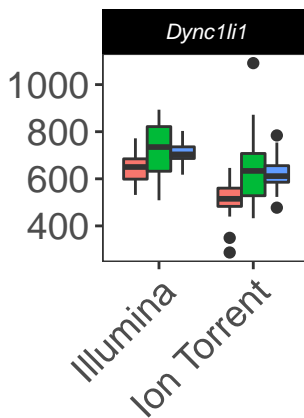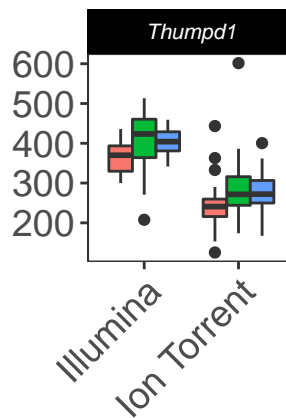

Hippocampal region

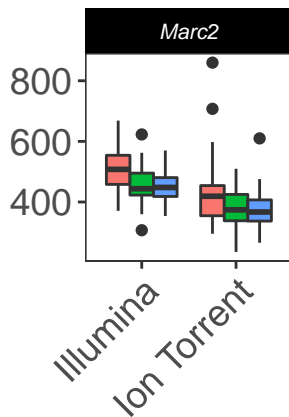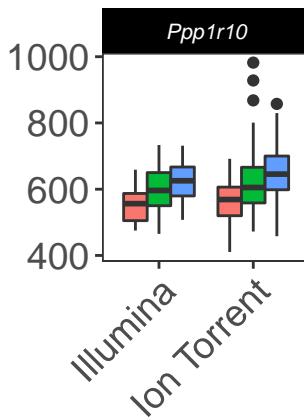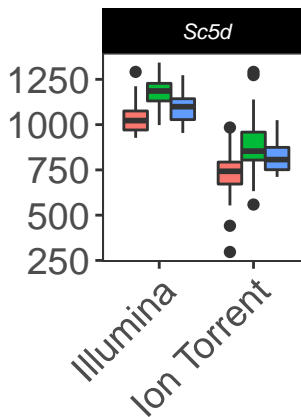

# Normalized counts

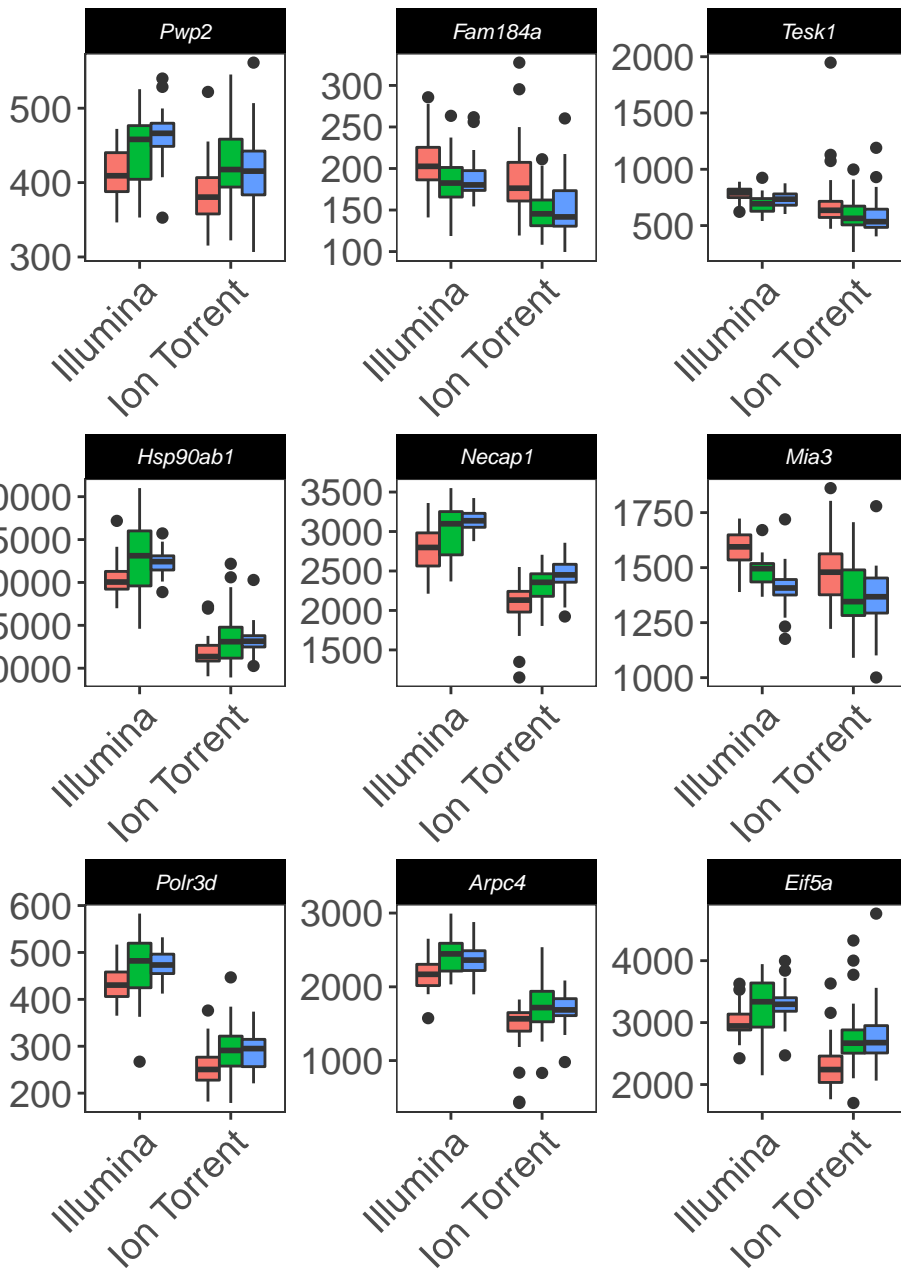

Hippocampal region

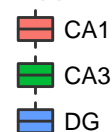

# Normalized counts

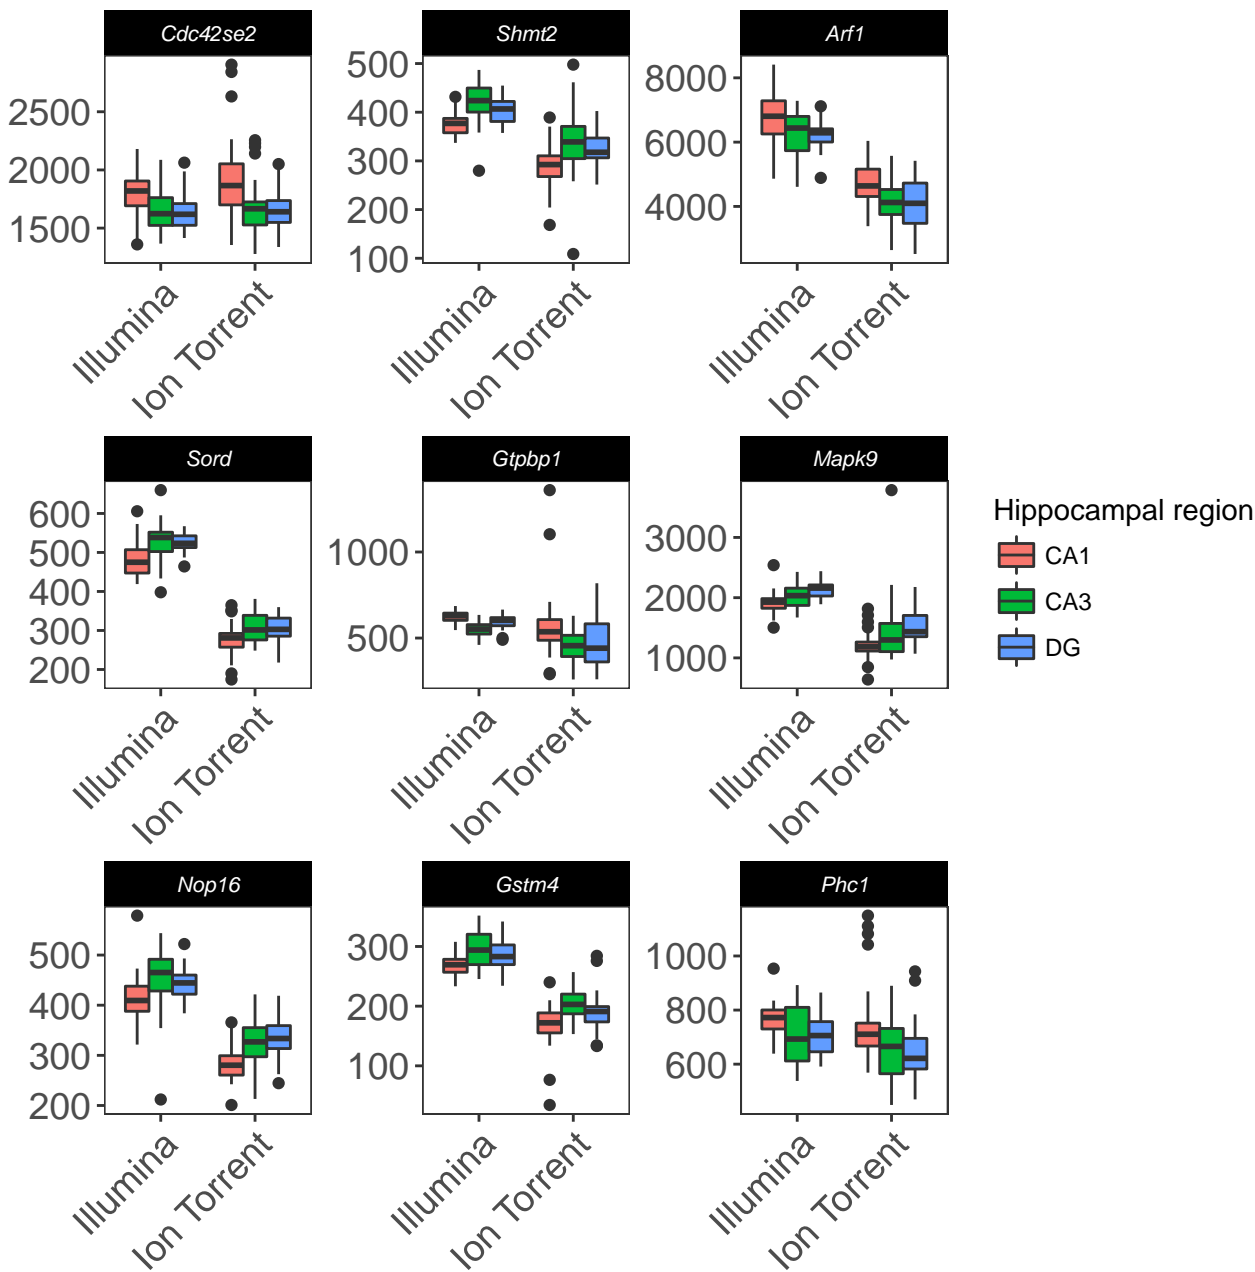

# Normalized counts

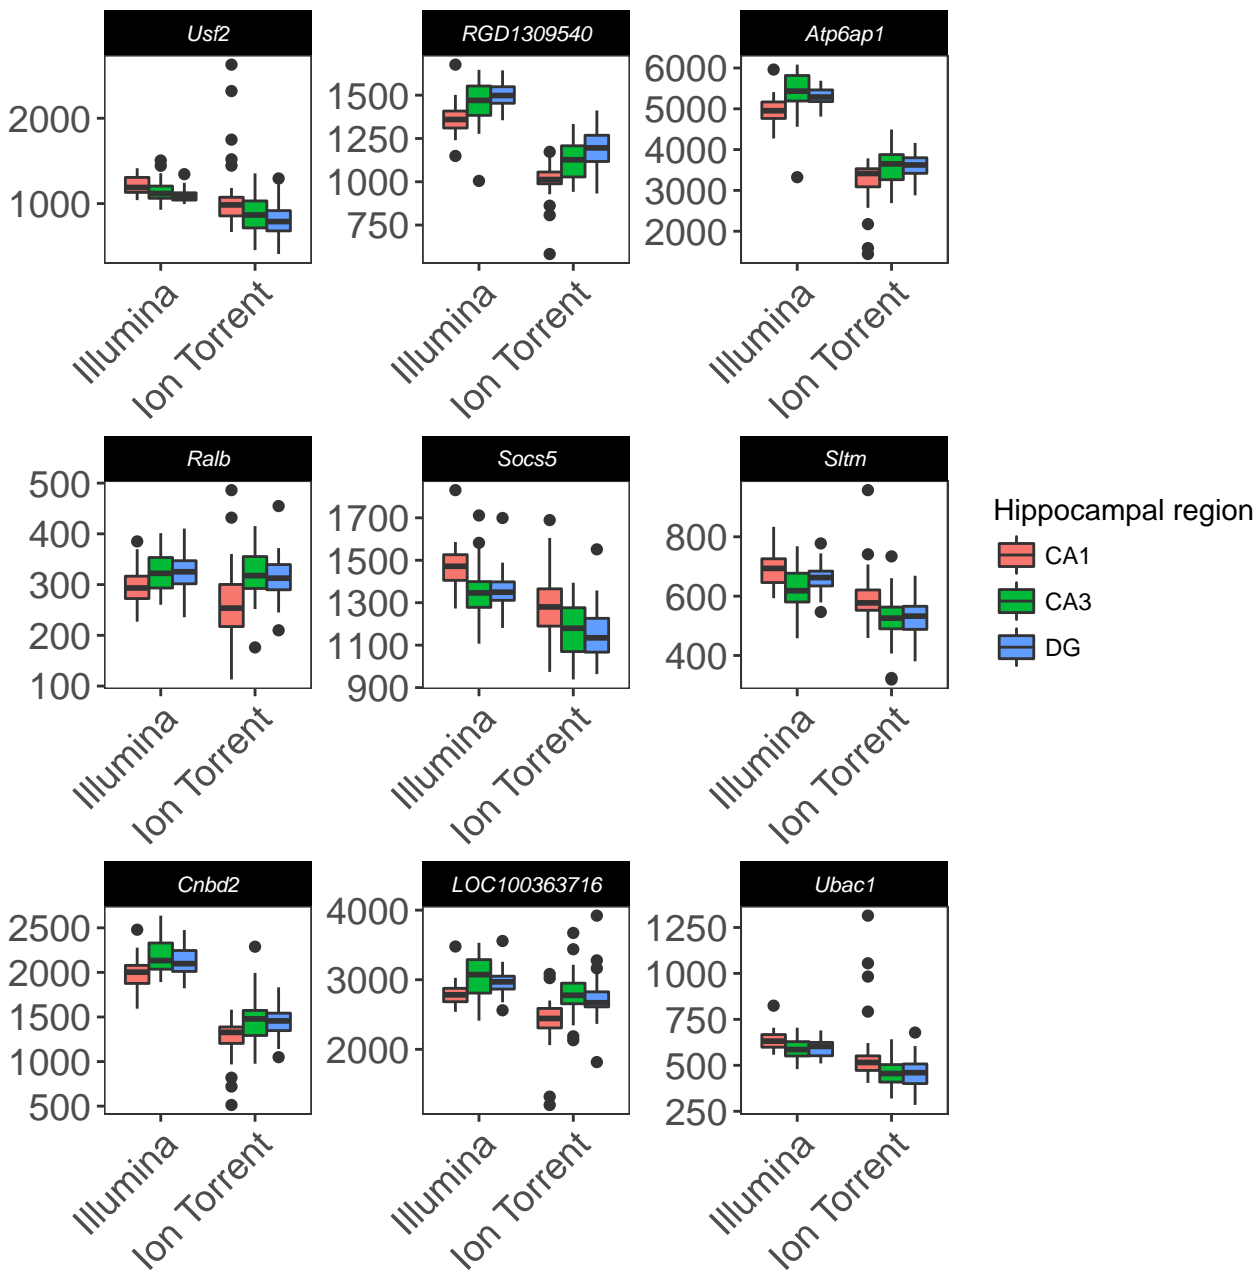

# Normalized counts

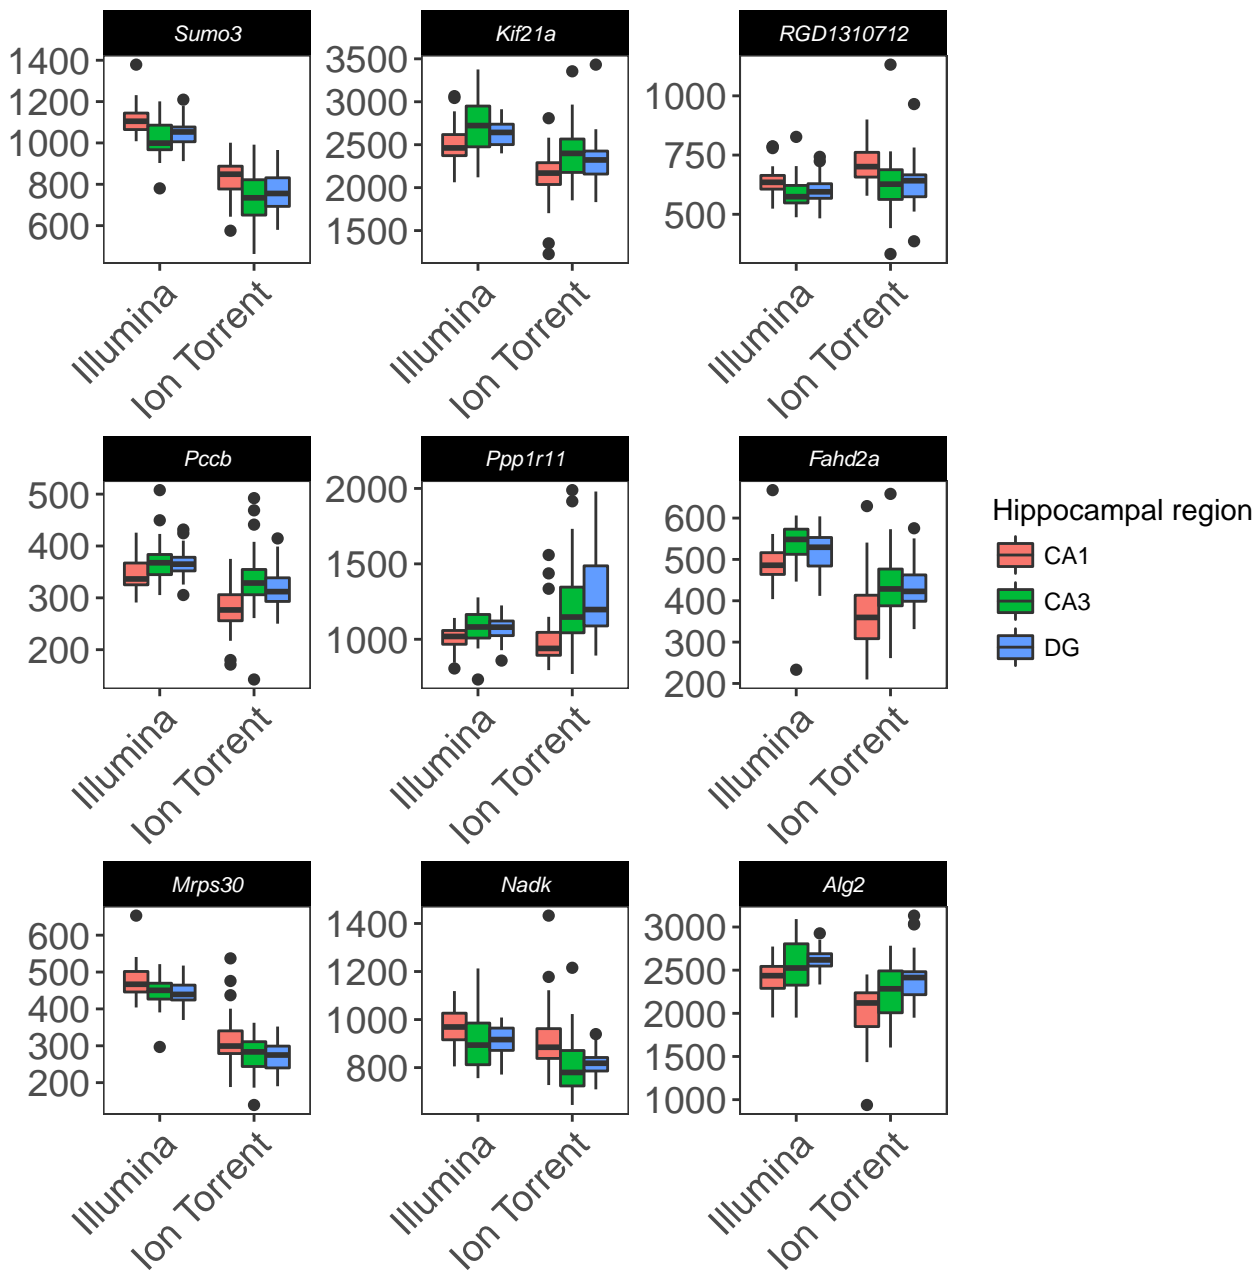

# Normalized counts

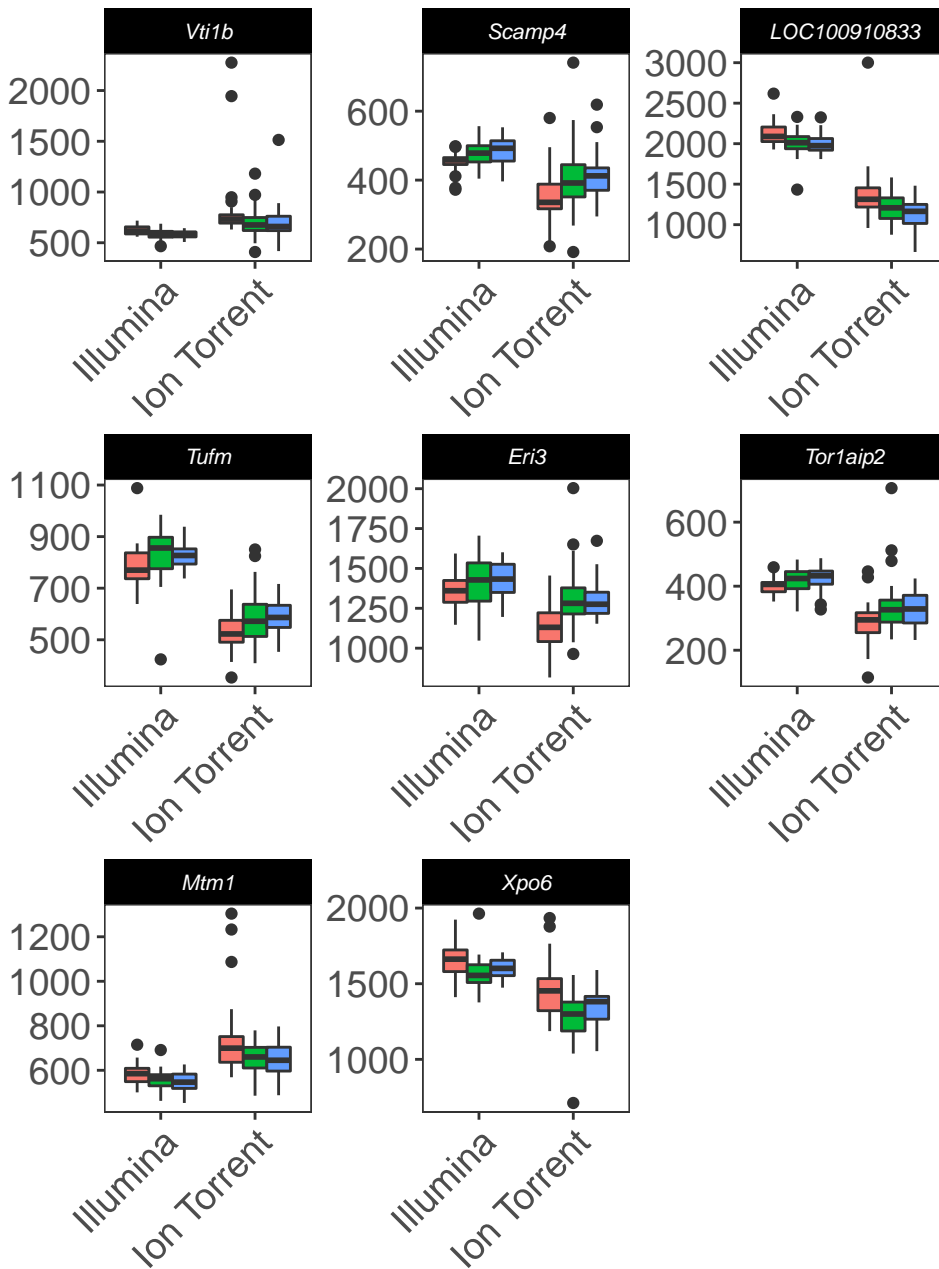

**Supplement:** Supplementary Figure 3 — Boxplots for the CA1 specific genes reported in Table S4. The normalized counts are from the Illumina experiment, and the genes are ranked according the average Fold Change computed from the pairwise comparisons CA1 vs. CA3 and CA1 vs. DG.

# Supplementary material for: Hippocampal Transcriptomic Profiles: Subfield Vulnerability to Age and Cognitive Impairment
**Source:** Front Aging Neurosci. 2017 Dec 8;9:383. doi: 10.3389/fnagi.2017.00383

# Normalized counts

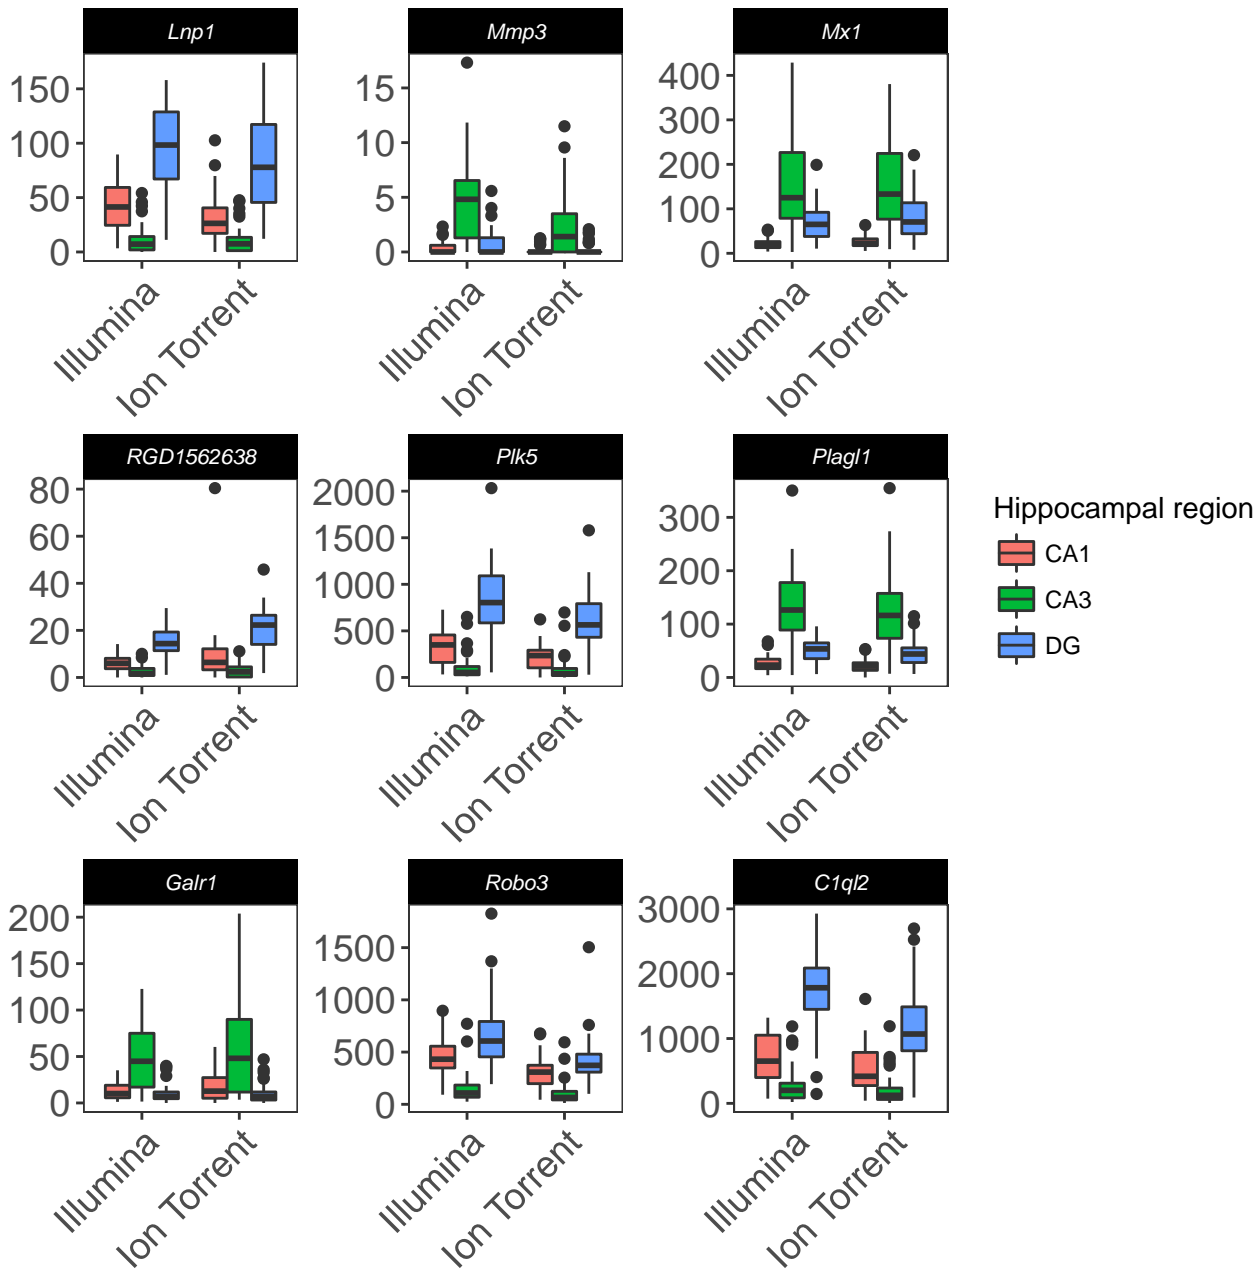

# Normalized counts

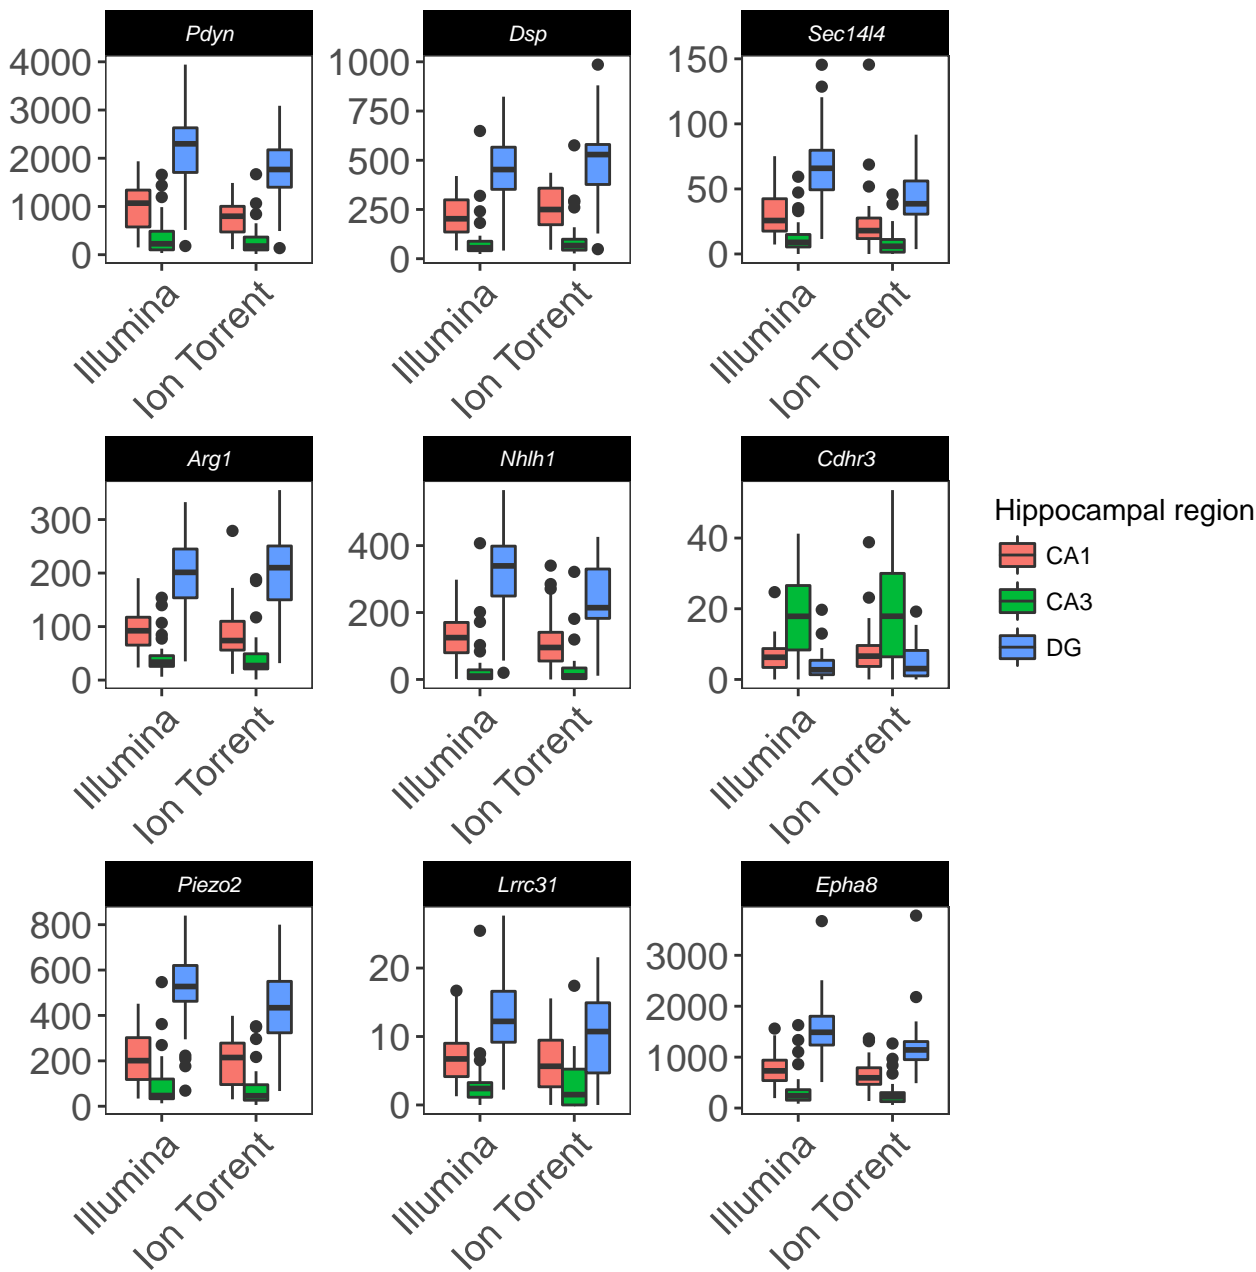

# Normalized counts

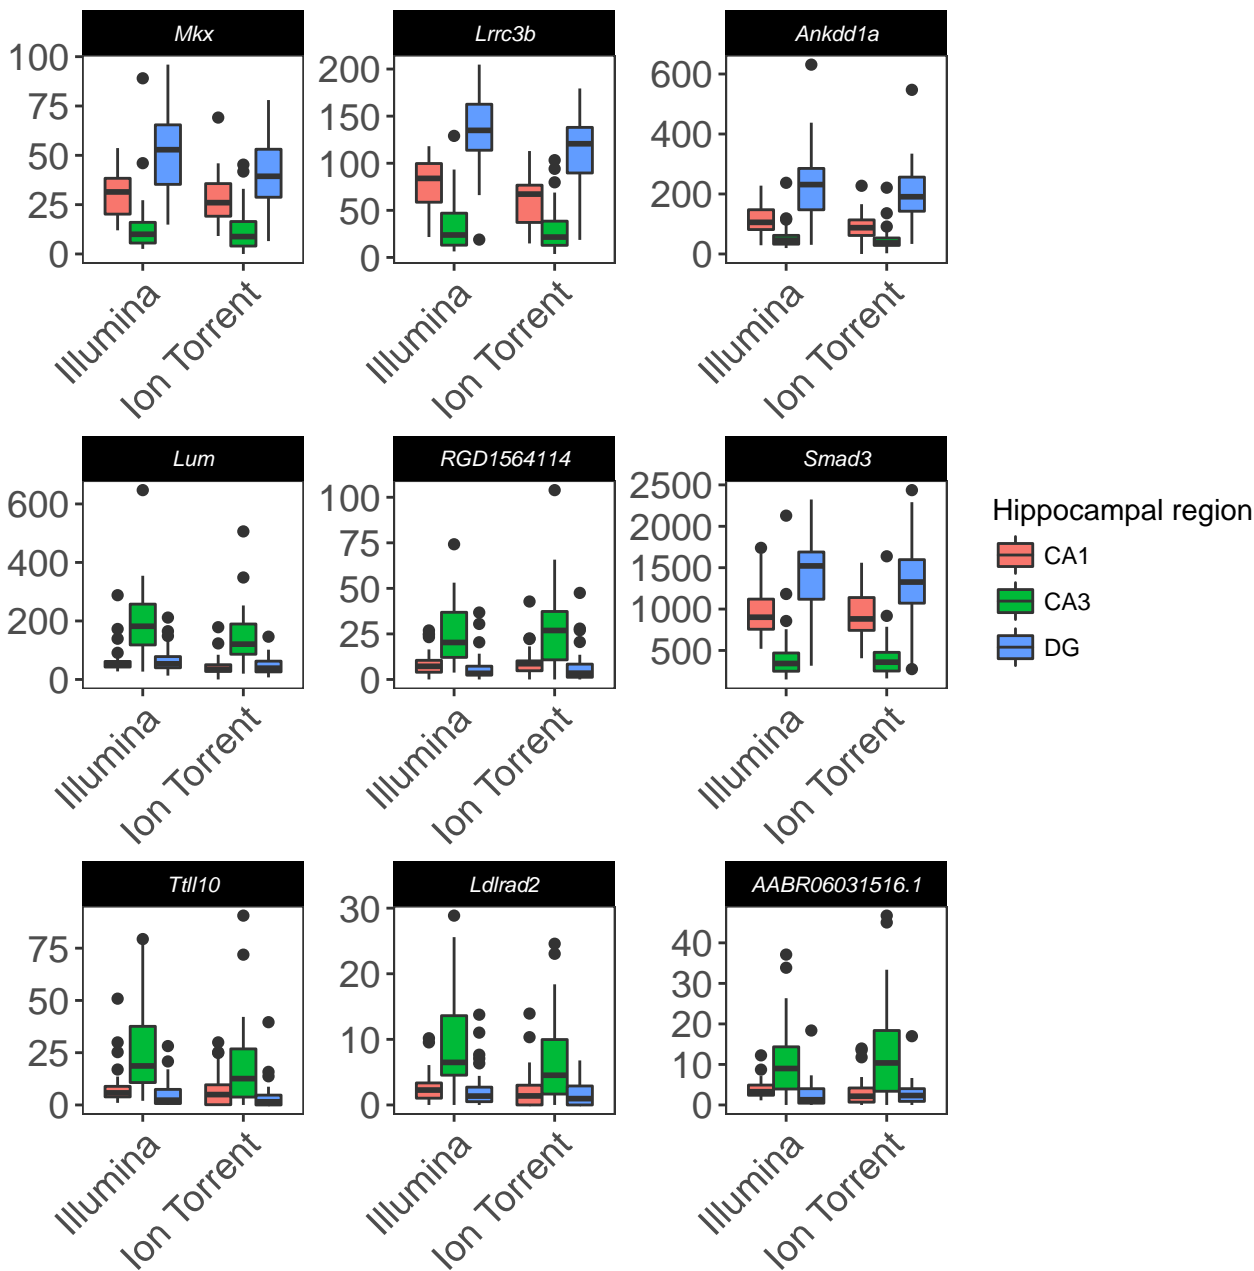

# Normalized counts

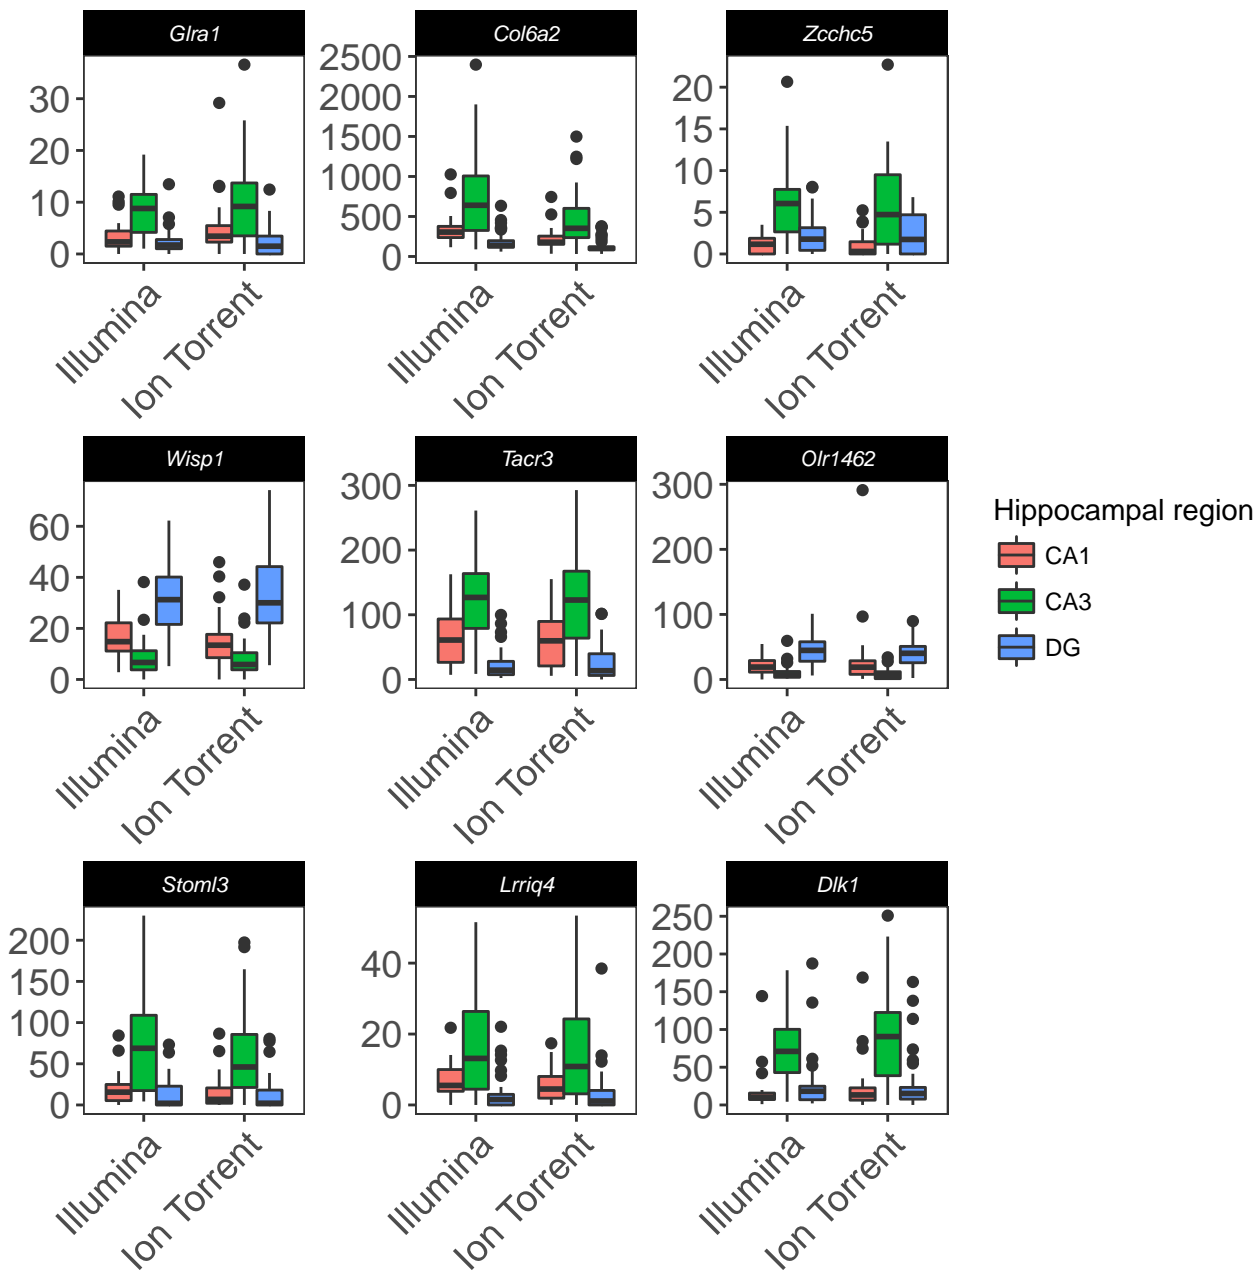

# Normalized counts

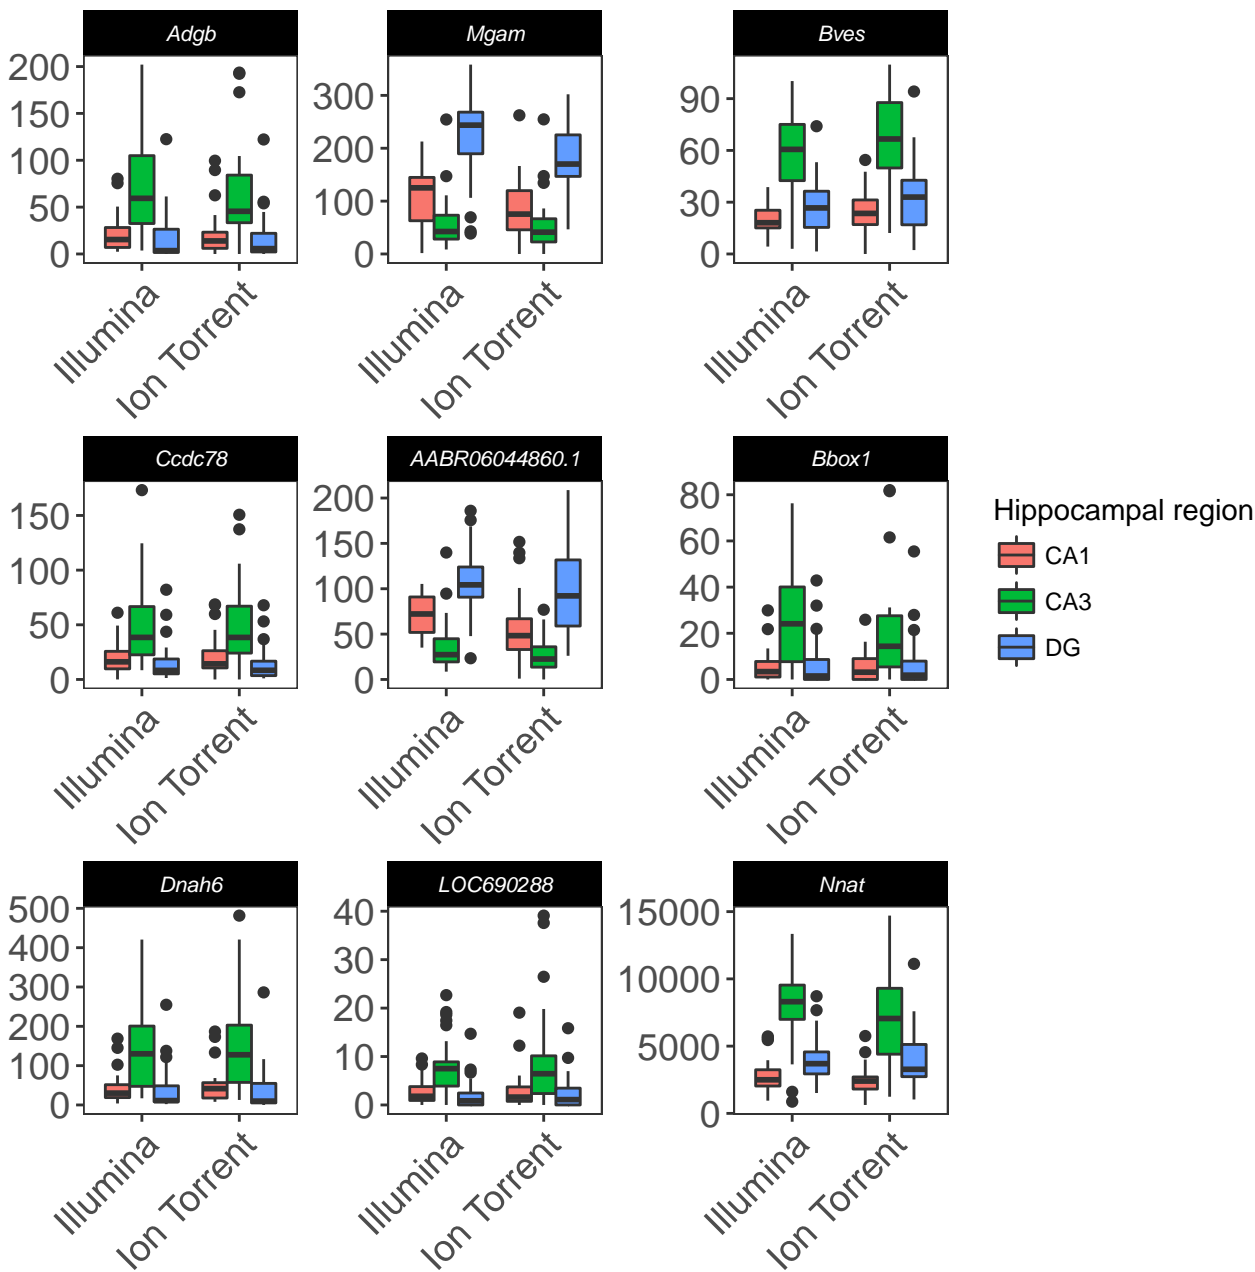

# Normalized counts

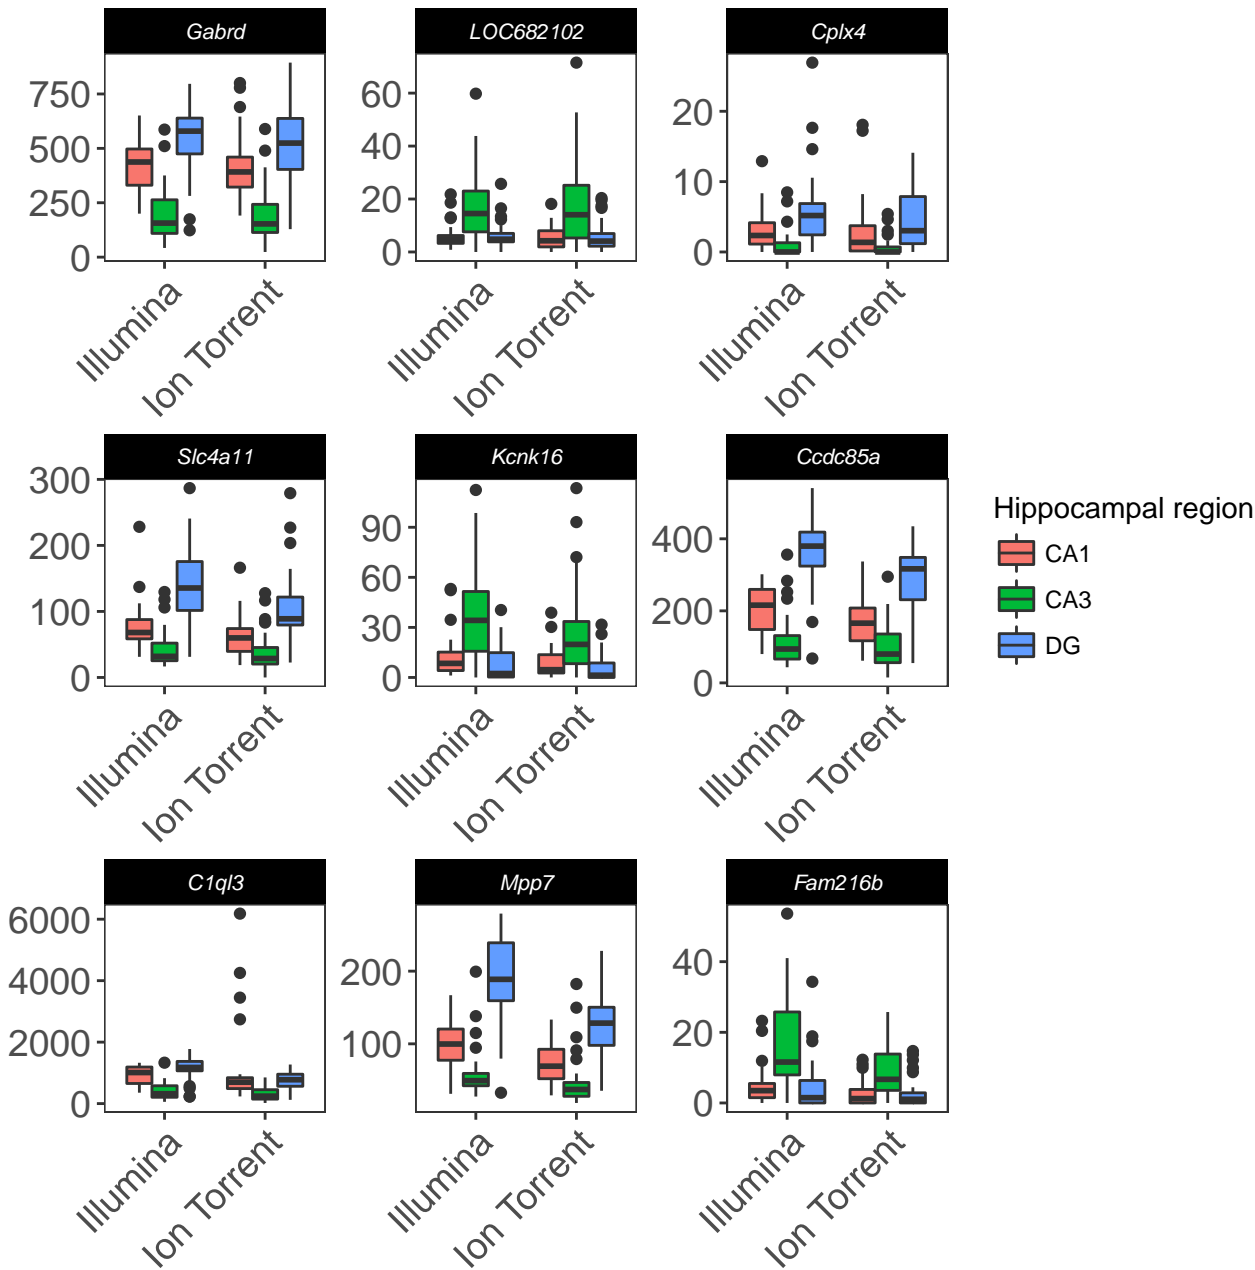

# Normalized counts

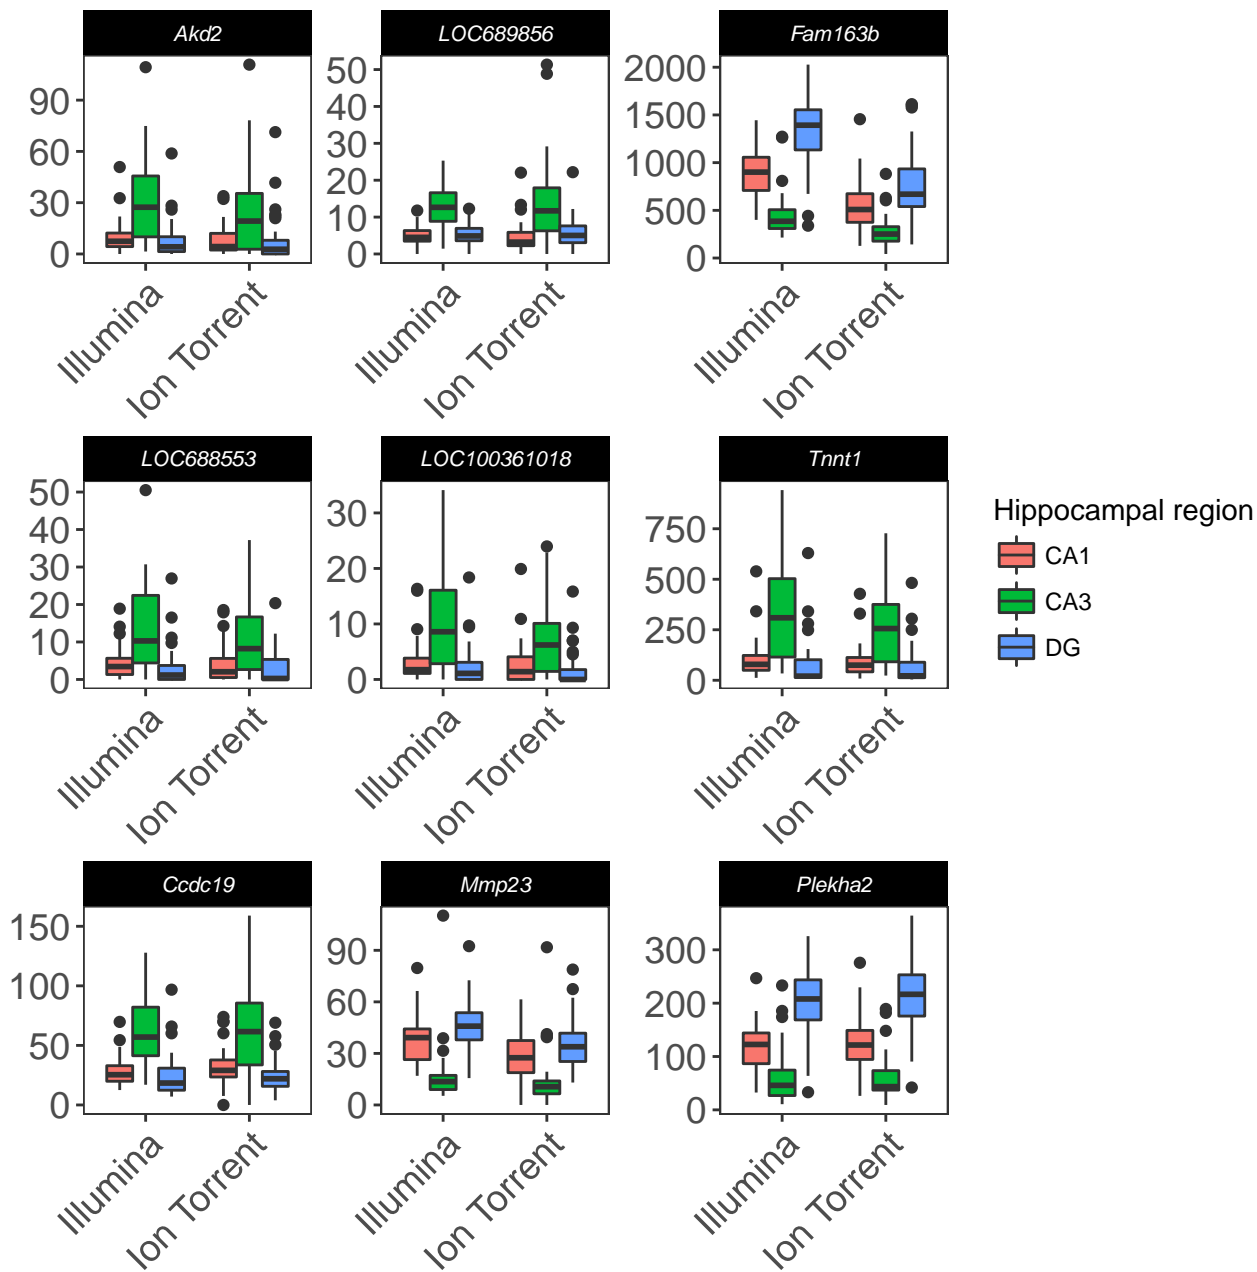

# Normalized counts

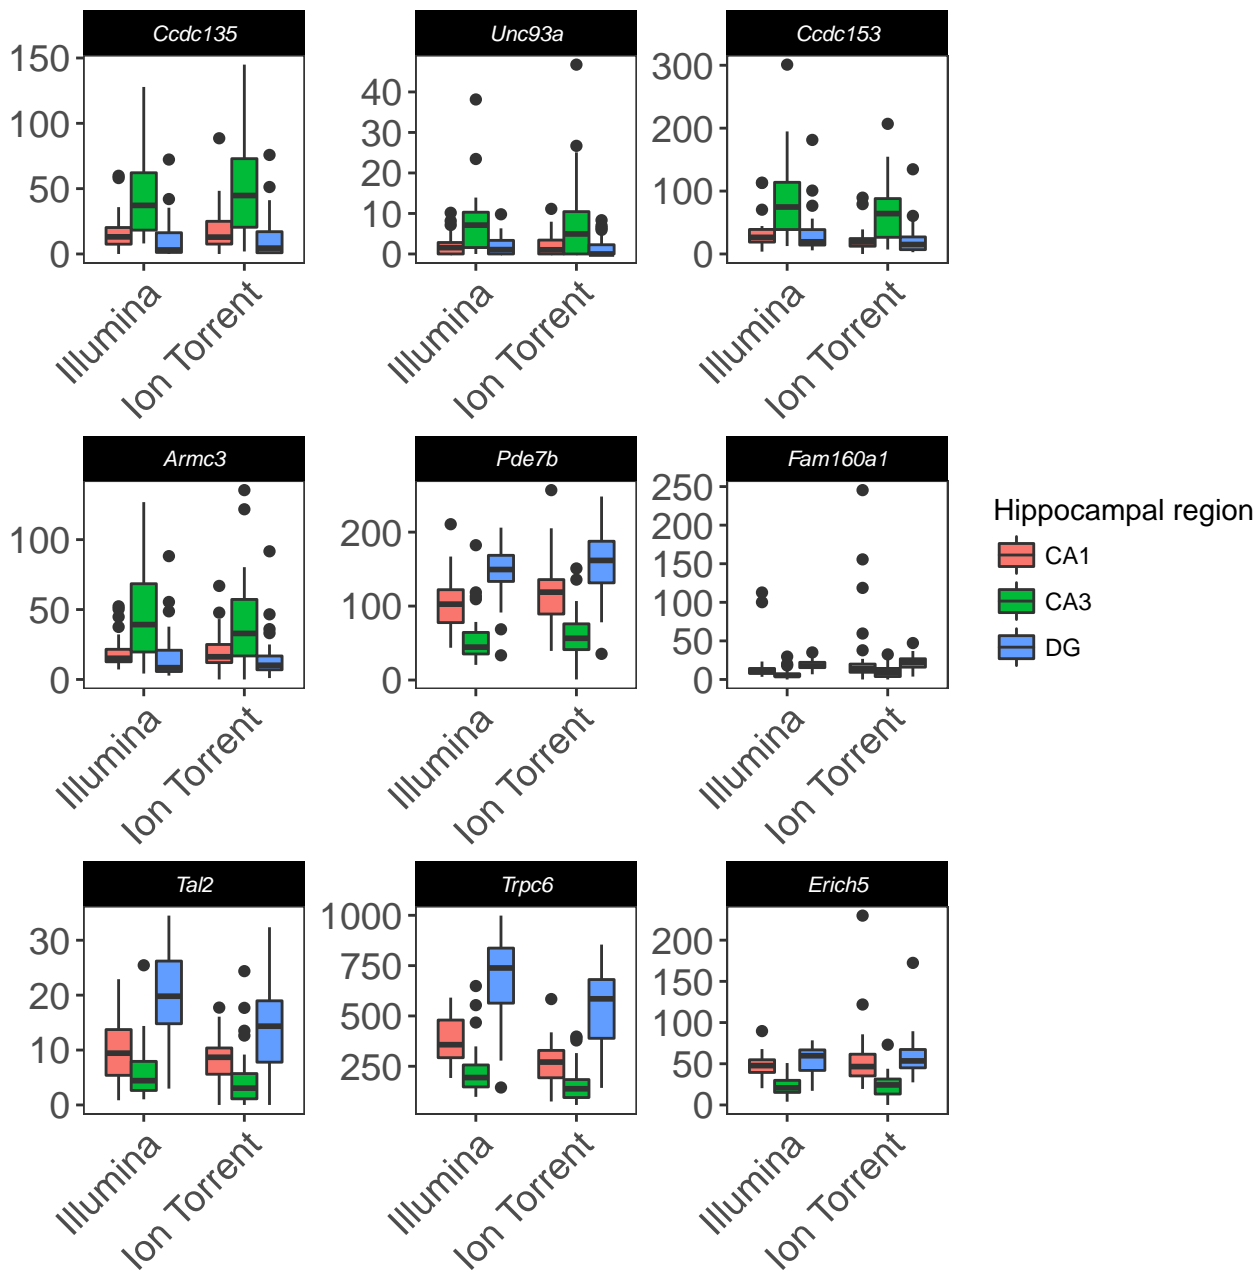

# Normalized counts

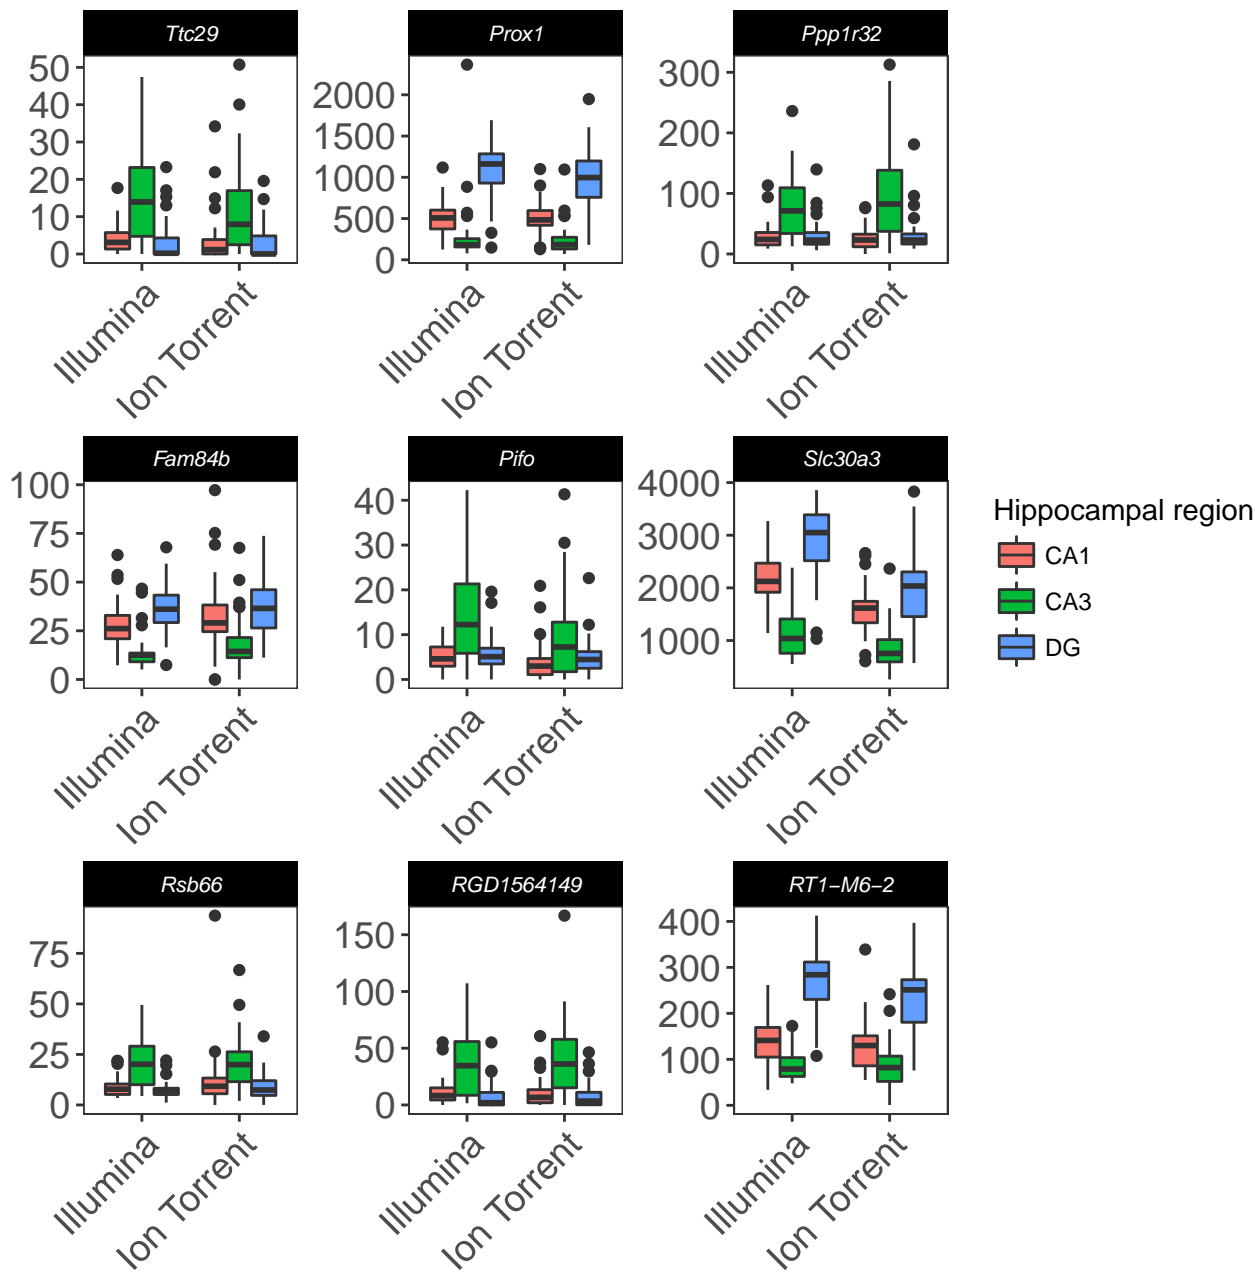

# Normalized counts

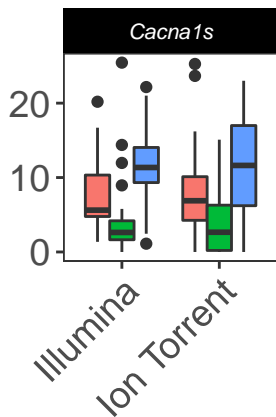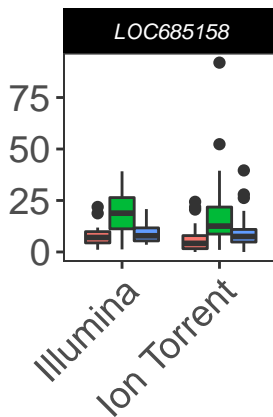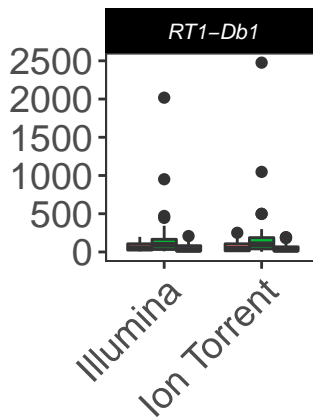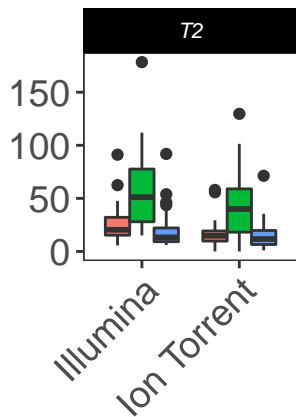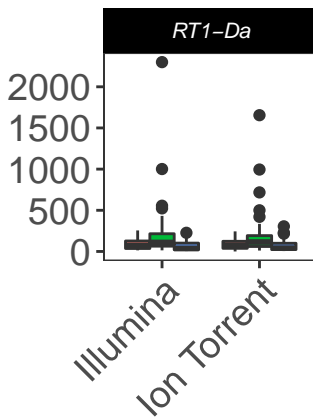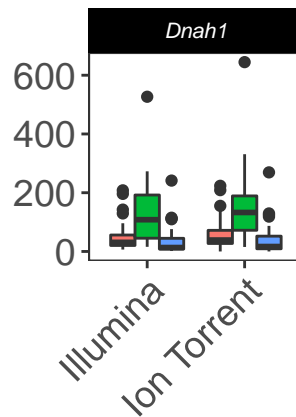

Hippocampal region

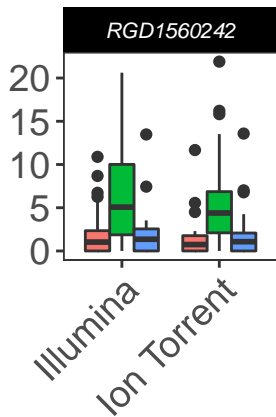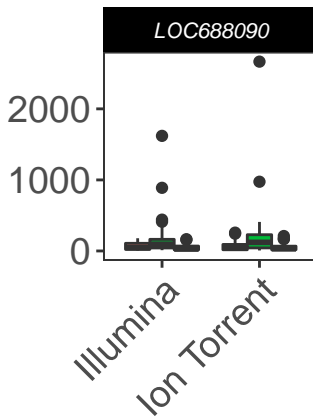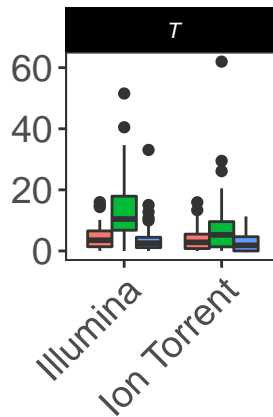

# Normalized counts

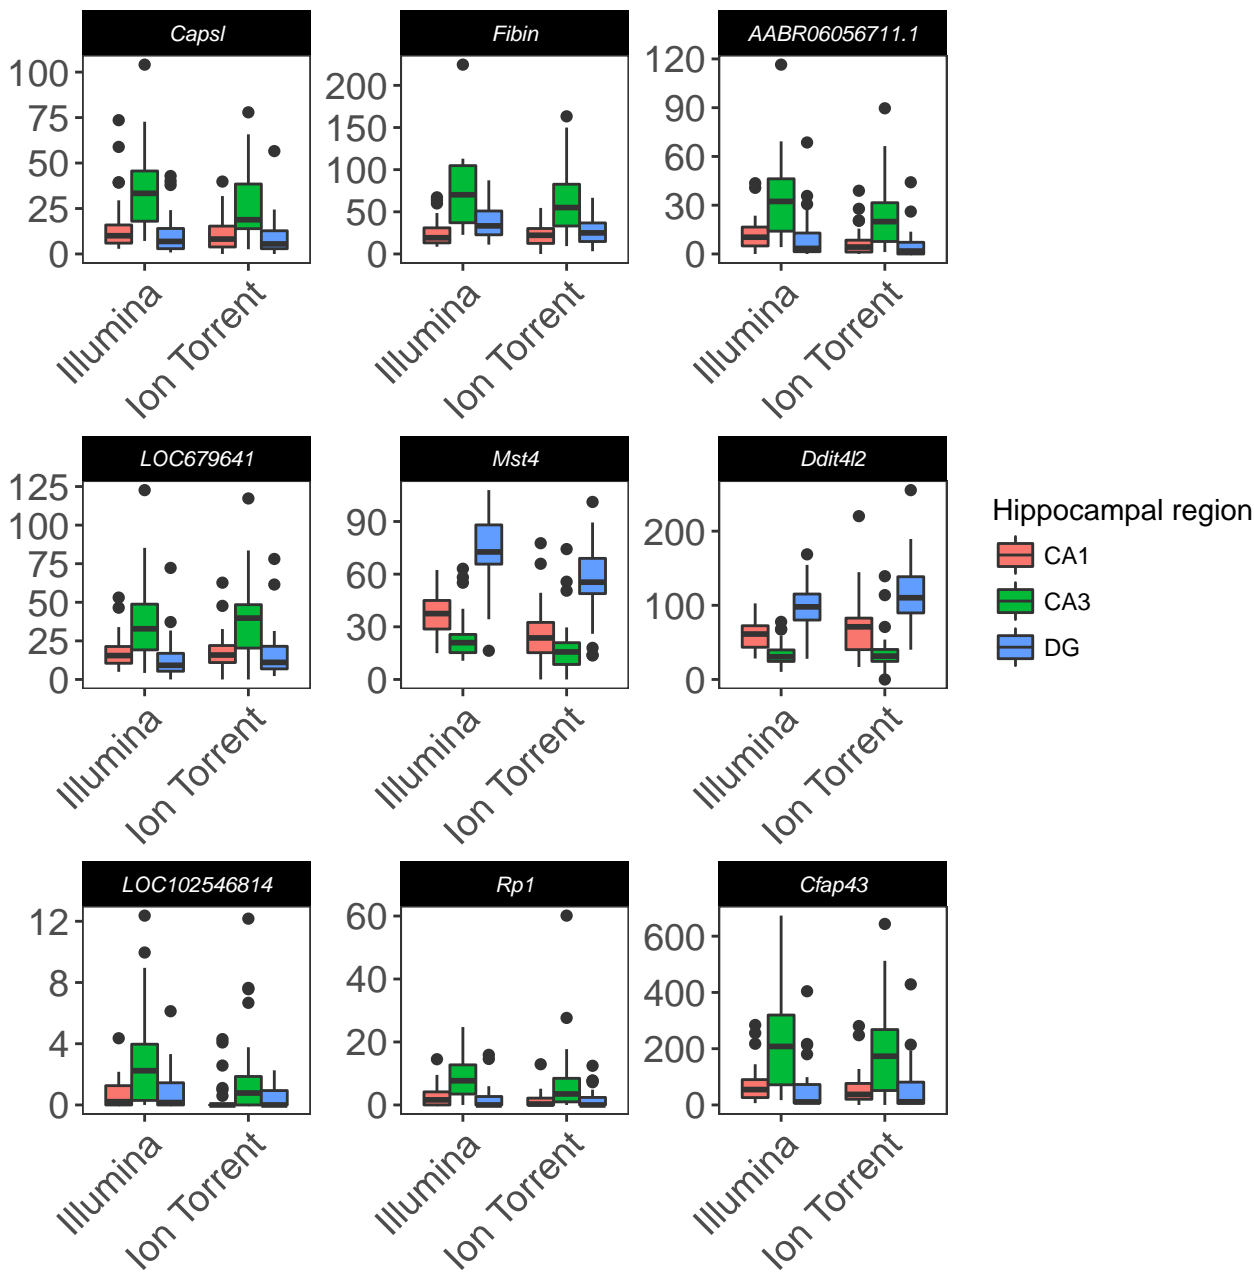

# Normalized counts

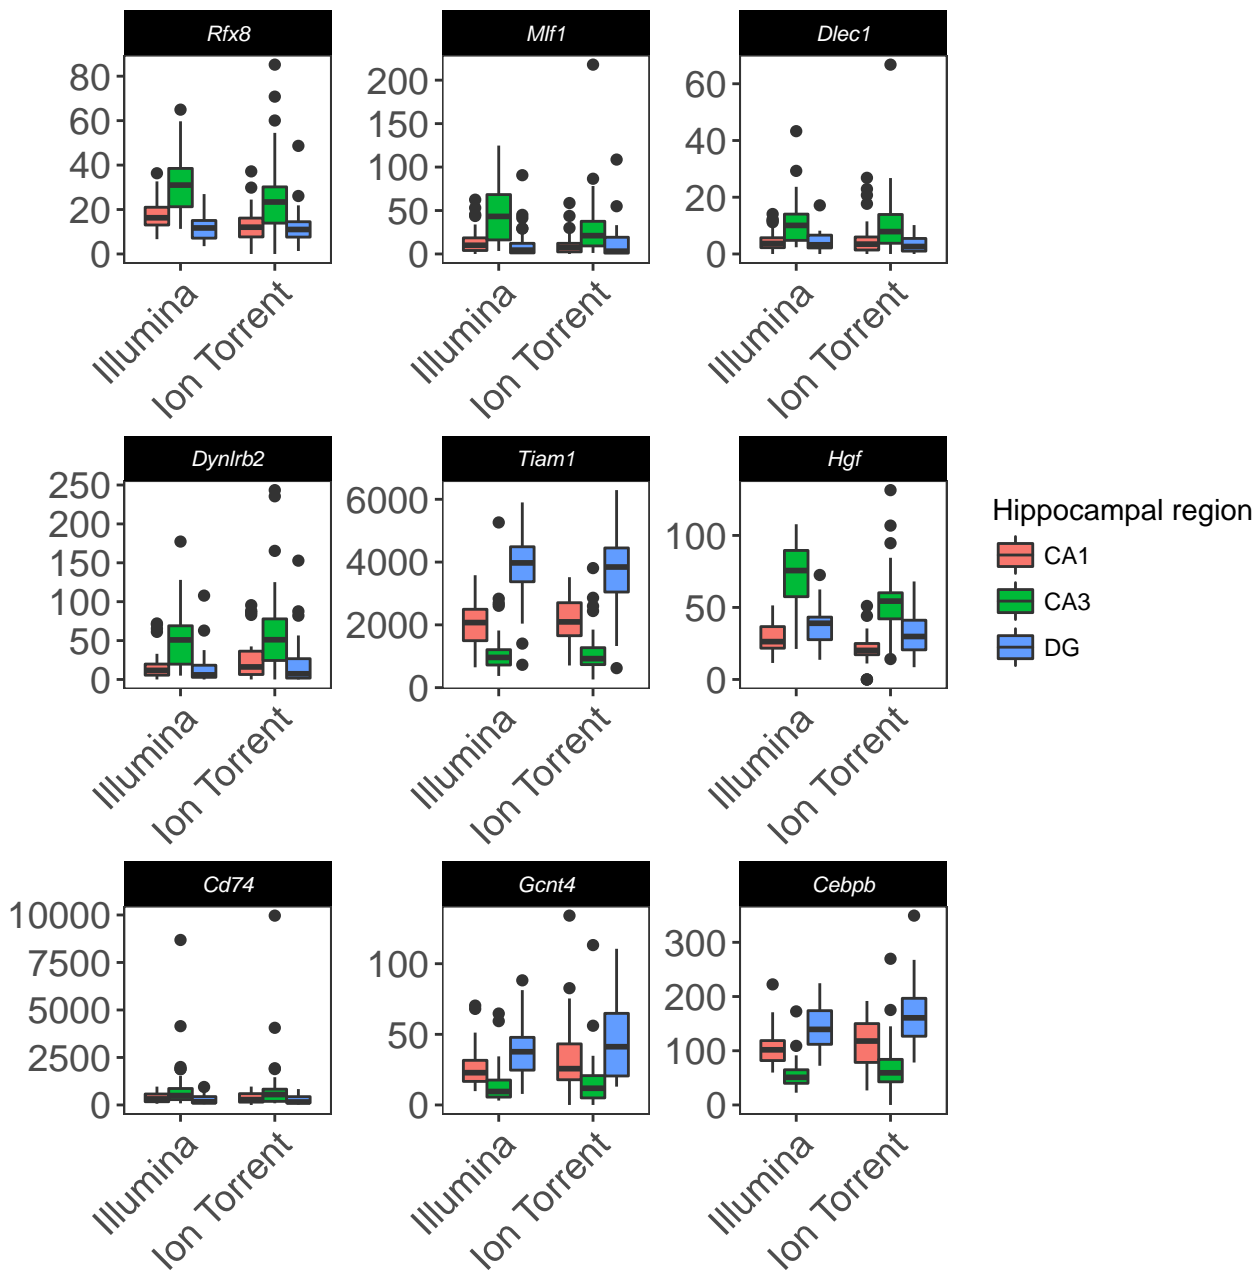

# Normalized counts

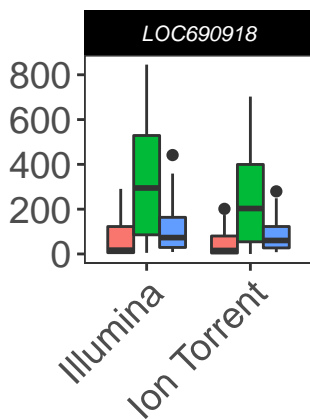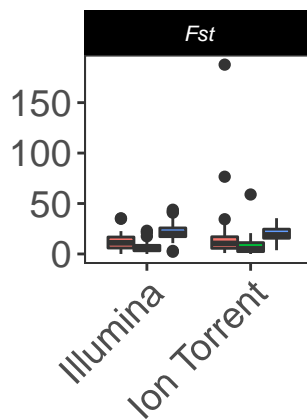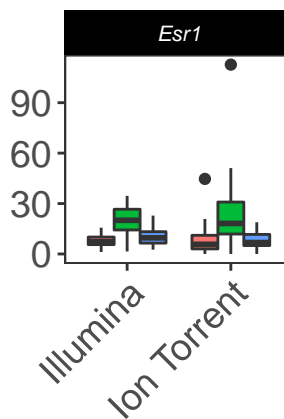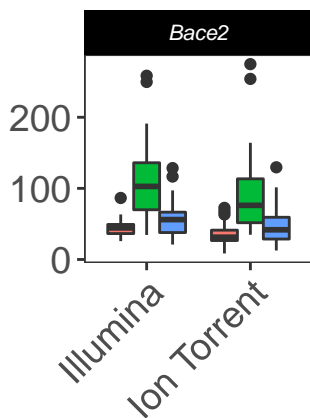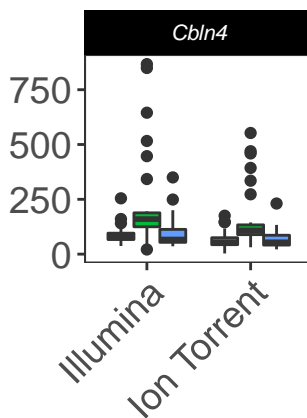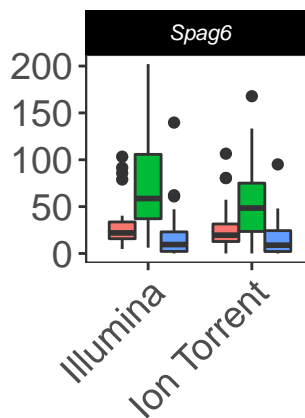

Hippocampal region

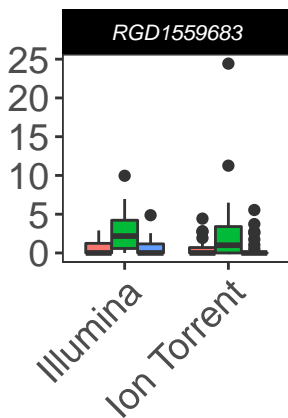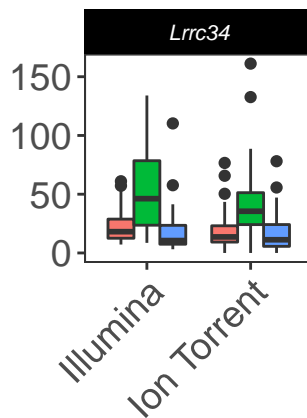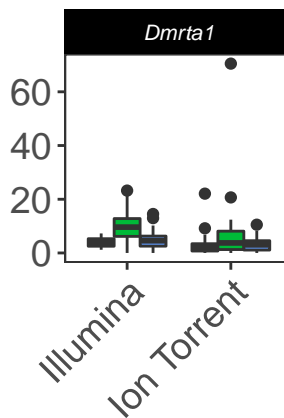

# Normalized counts

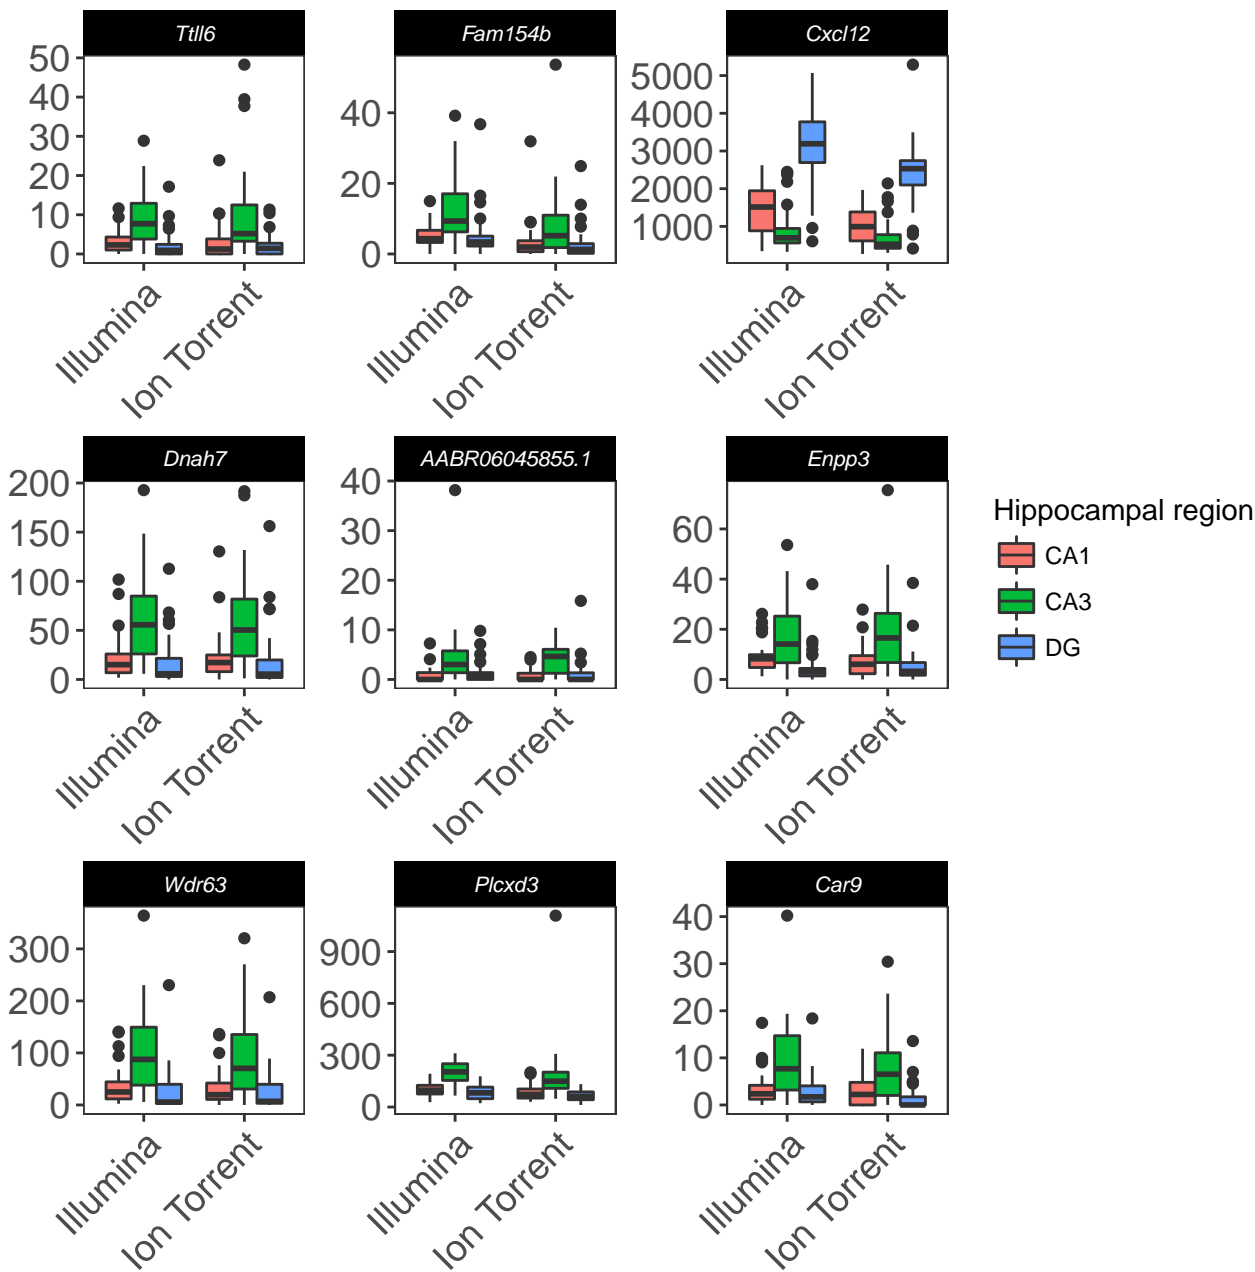

# Normalized counts

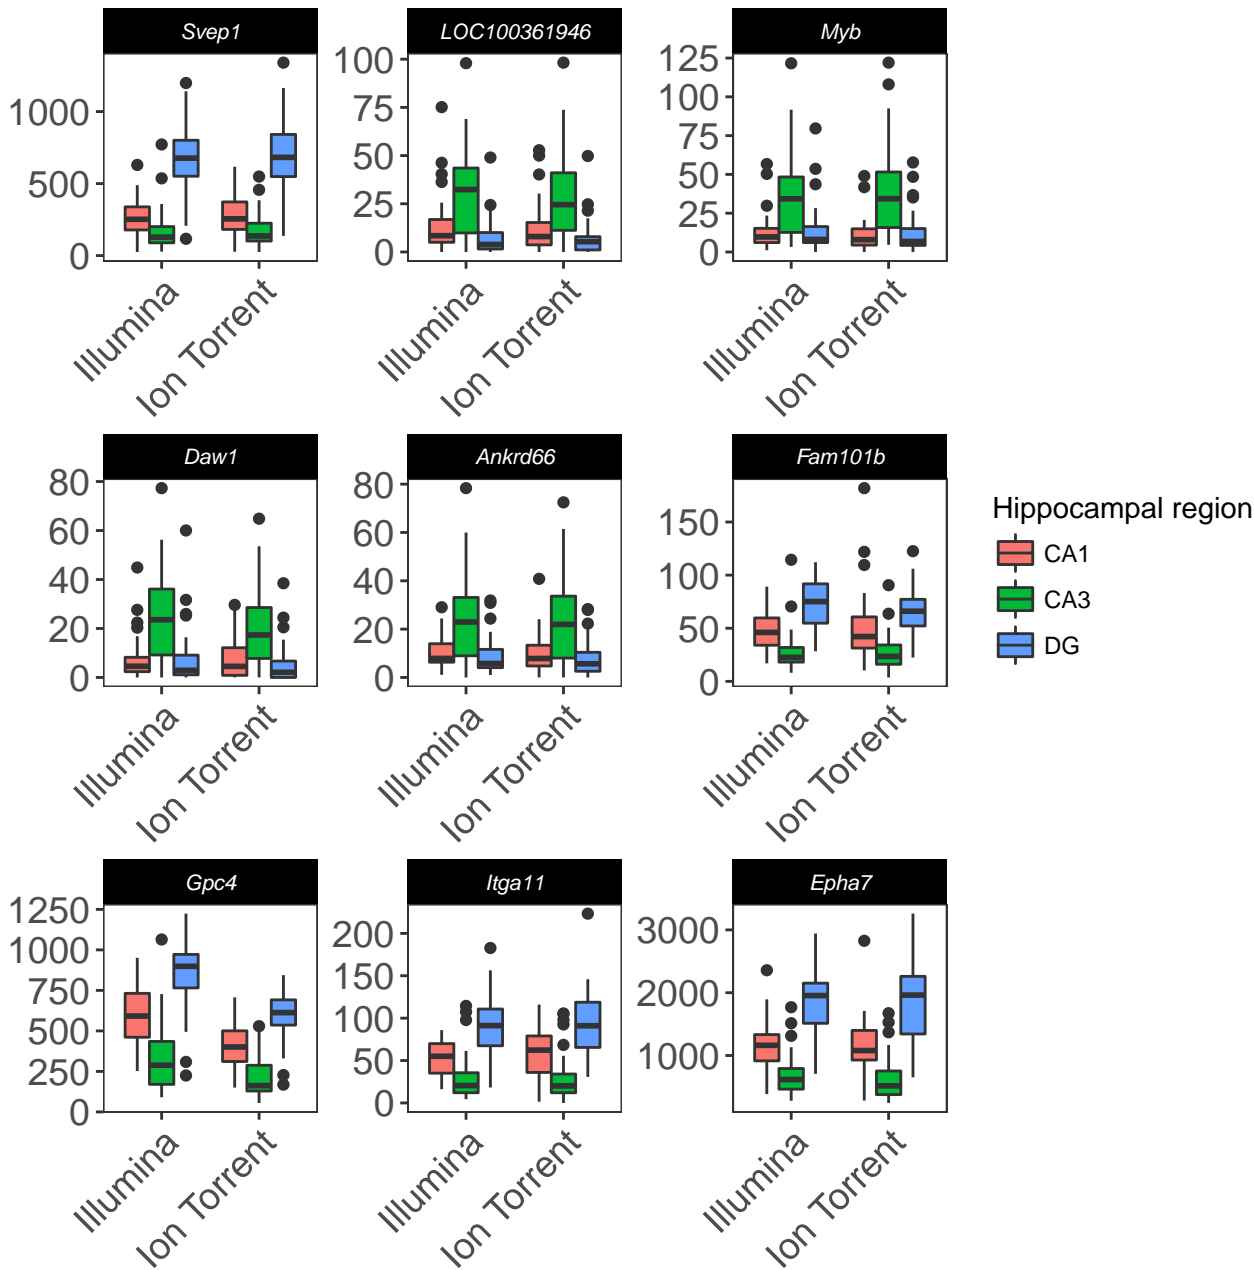

# Normalized counts

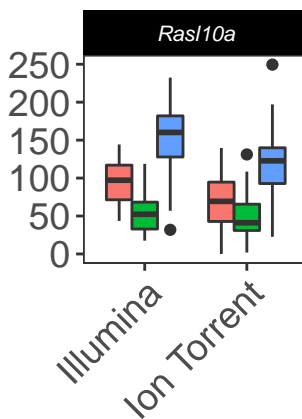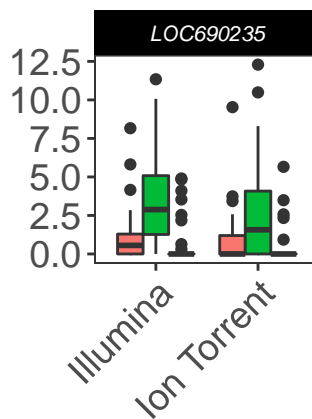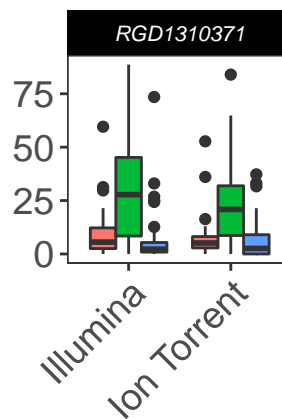

Hippocampal region

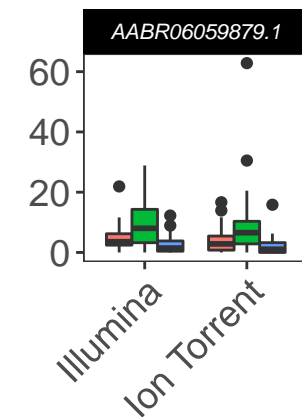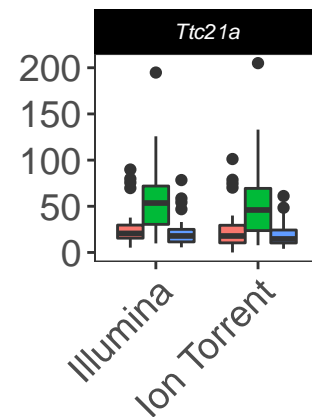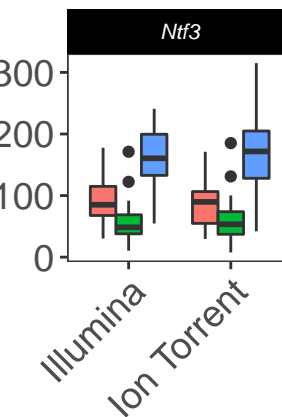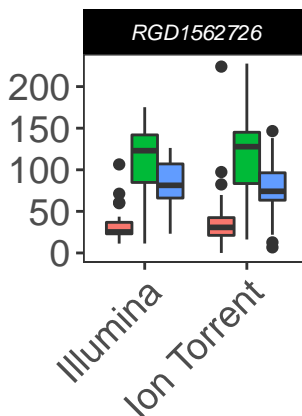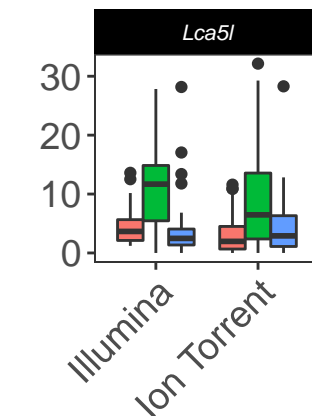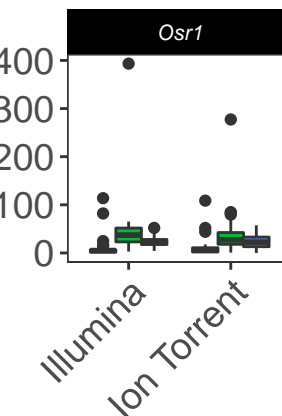

# Normalized counts

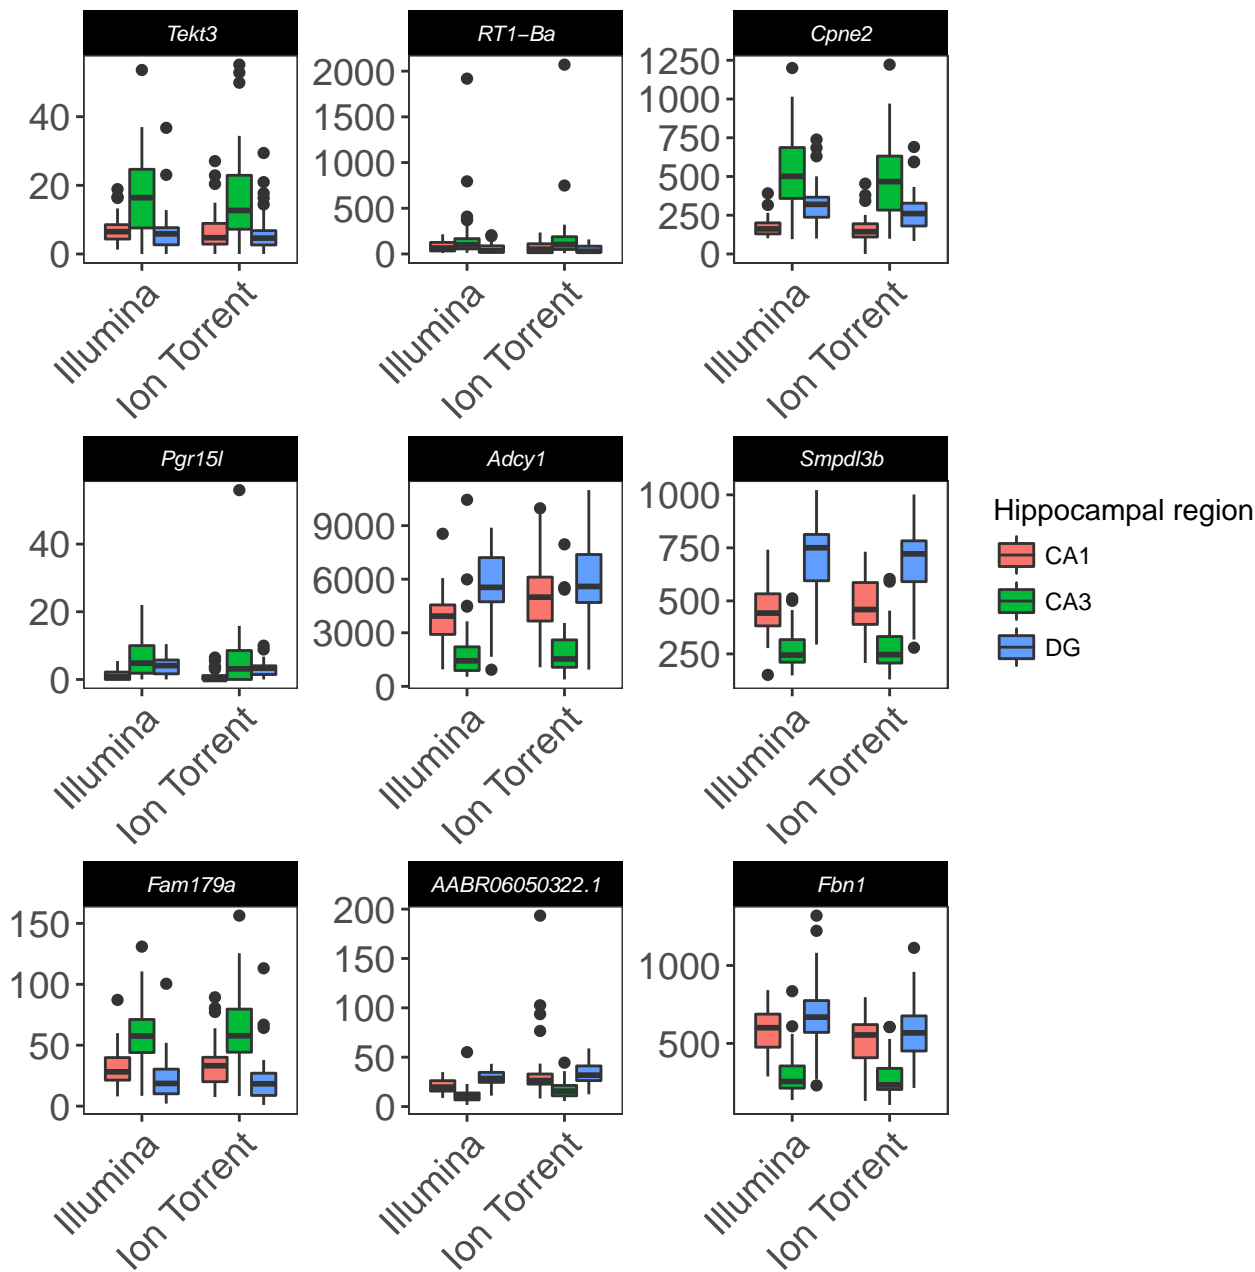

Normalized counts

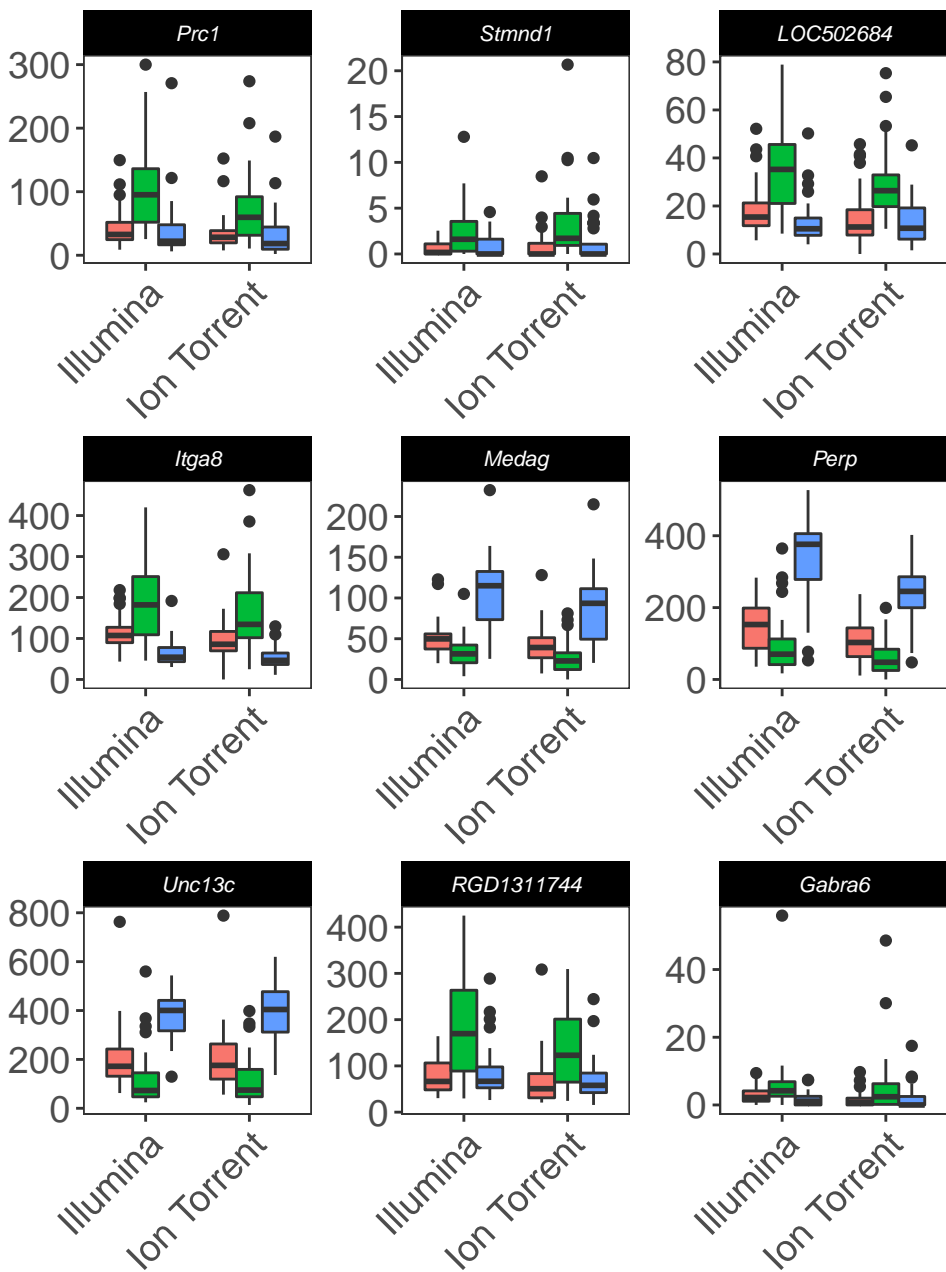

# Normalized counts

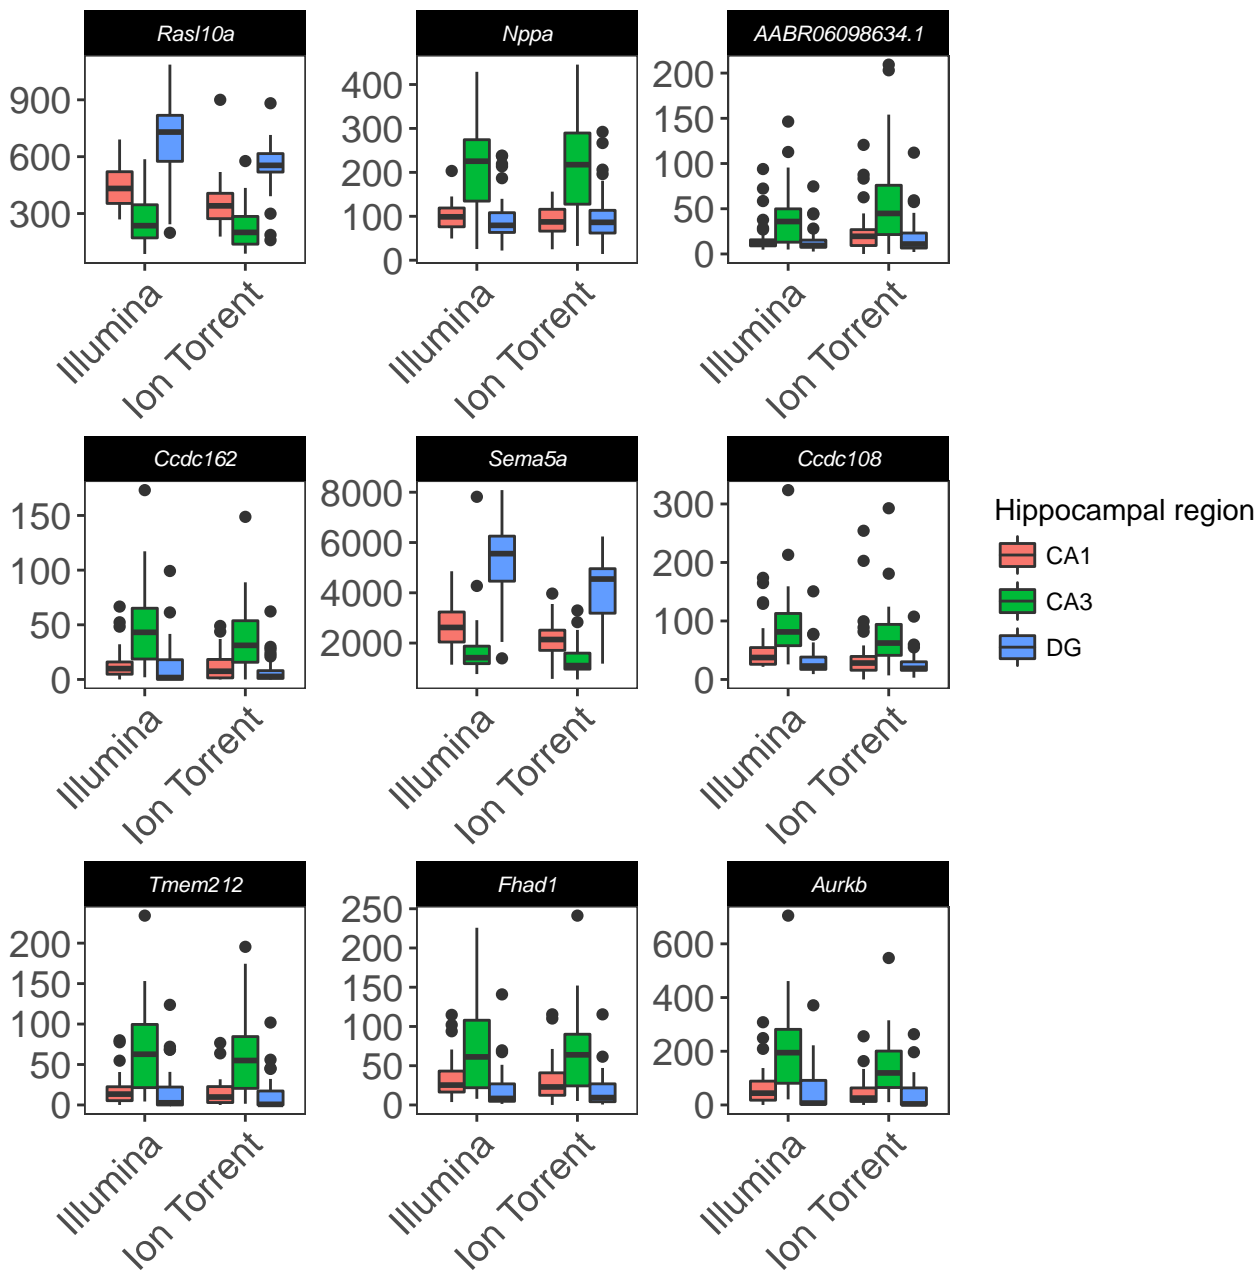

# Normalized counts

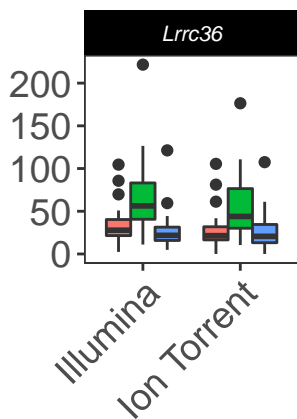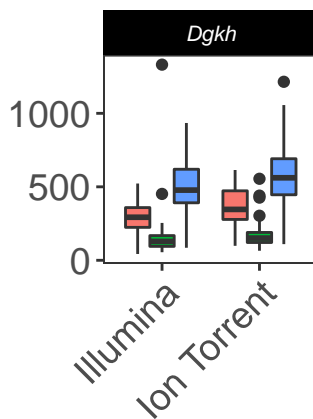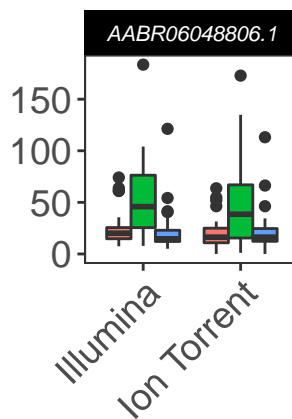

Hippocampal region

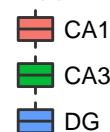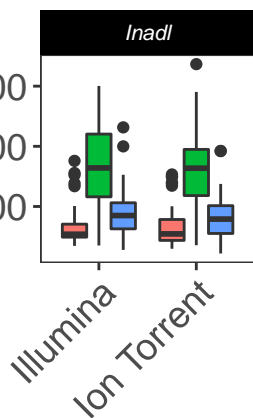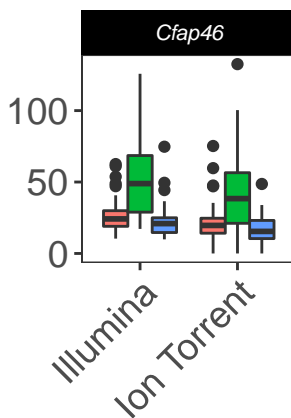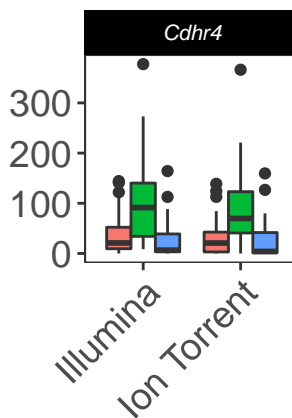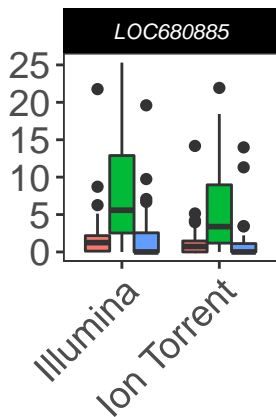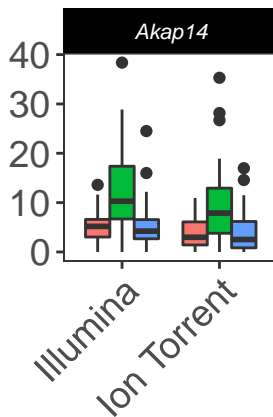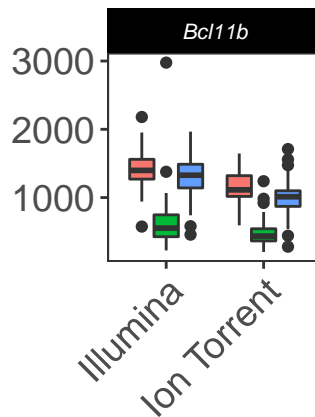

# Normalized counts

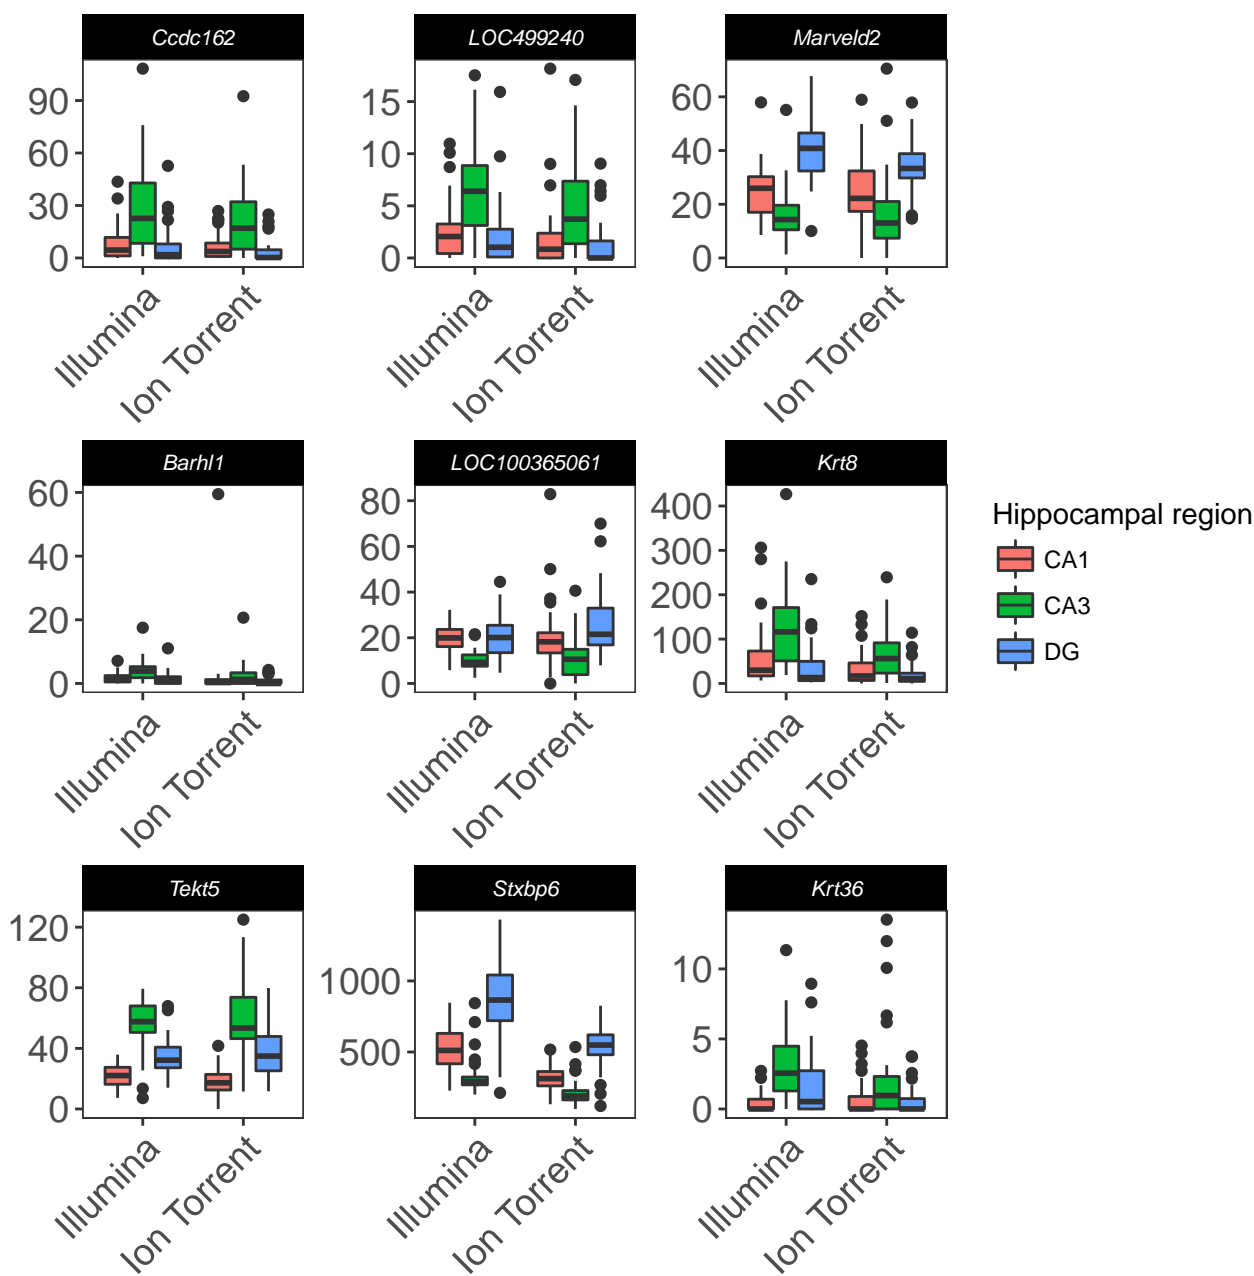

Normalized counts

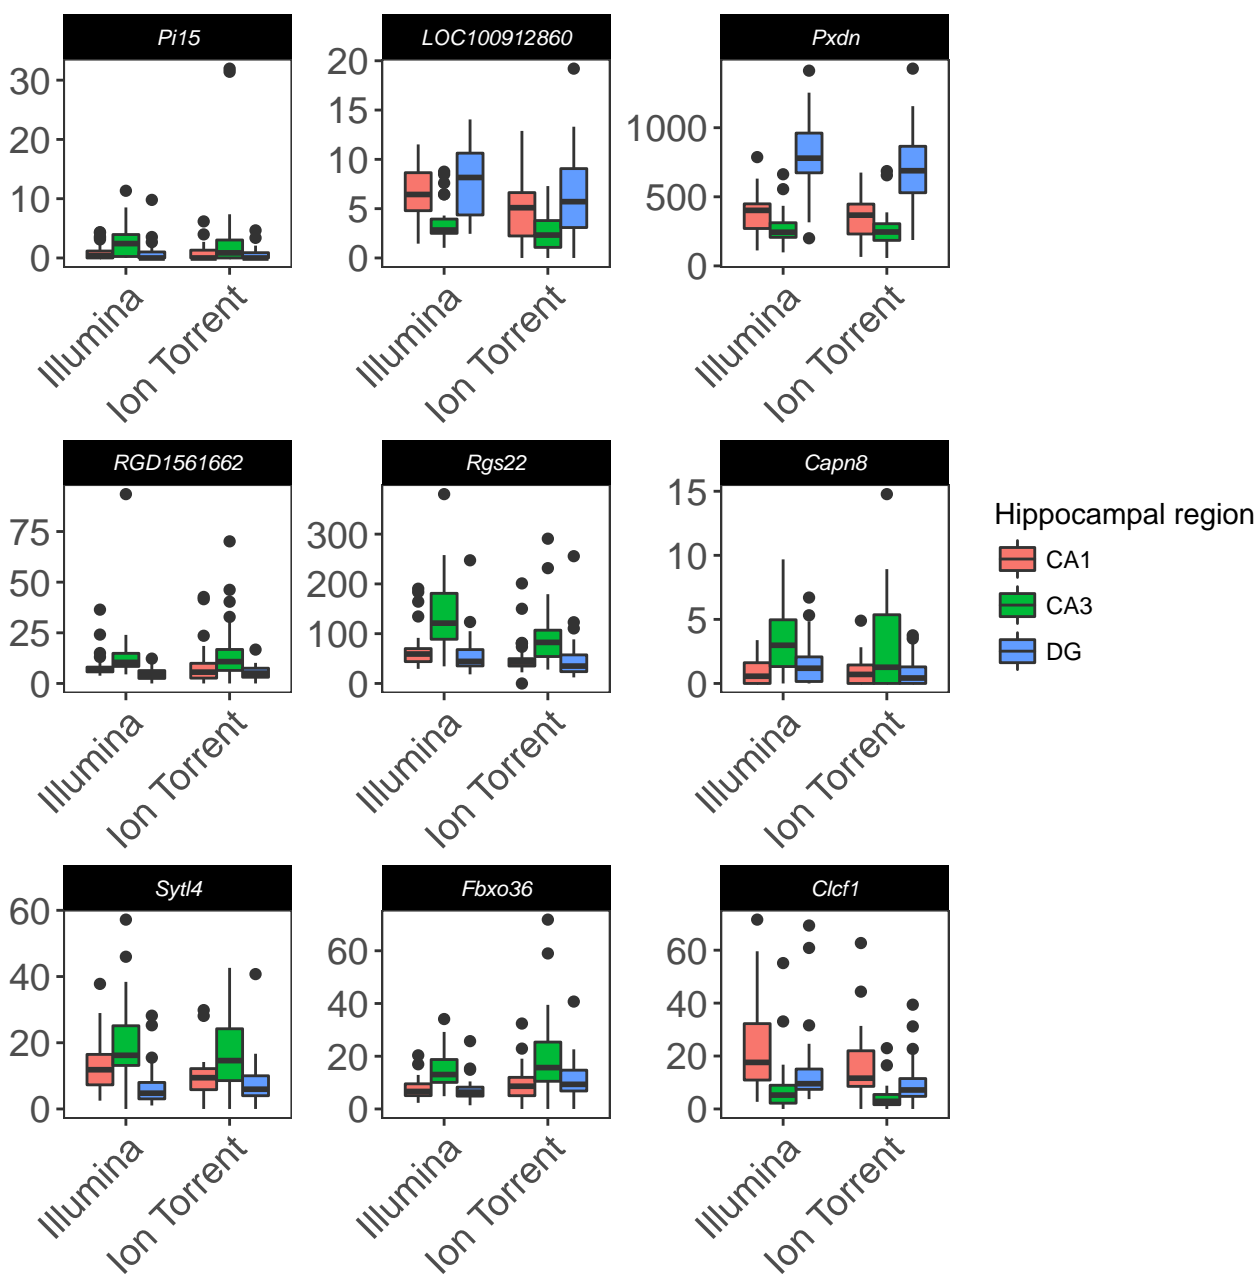

# Normalized counts

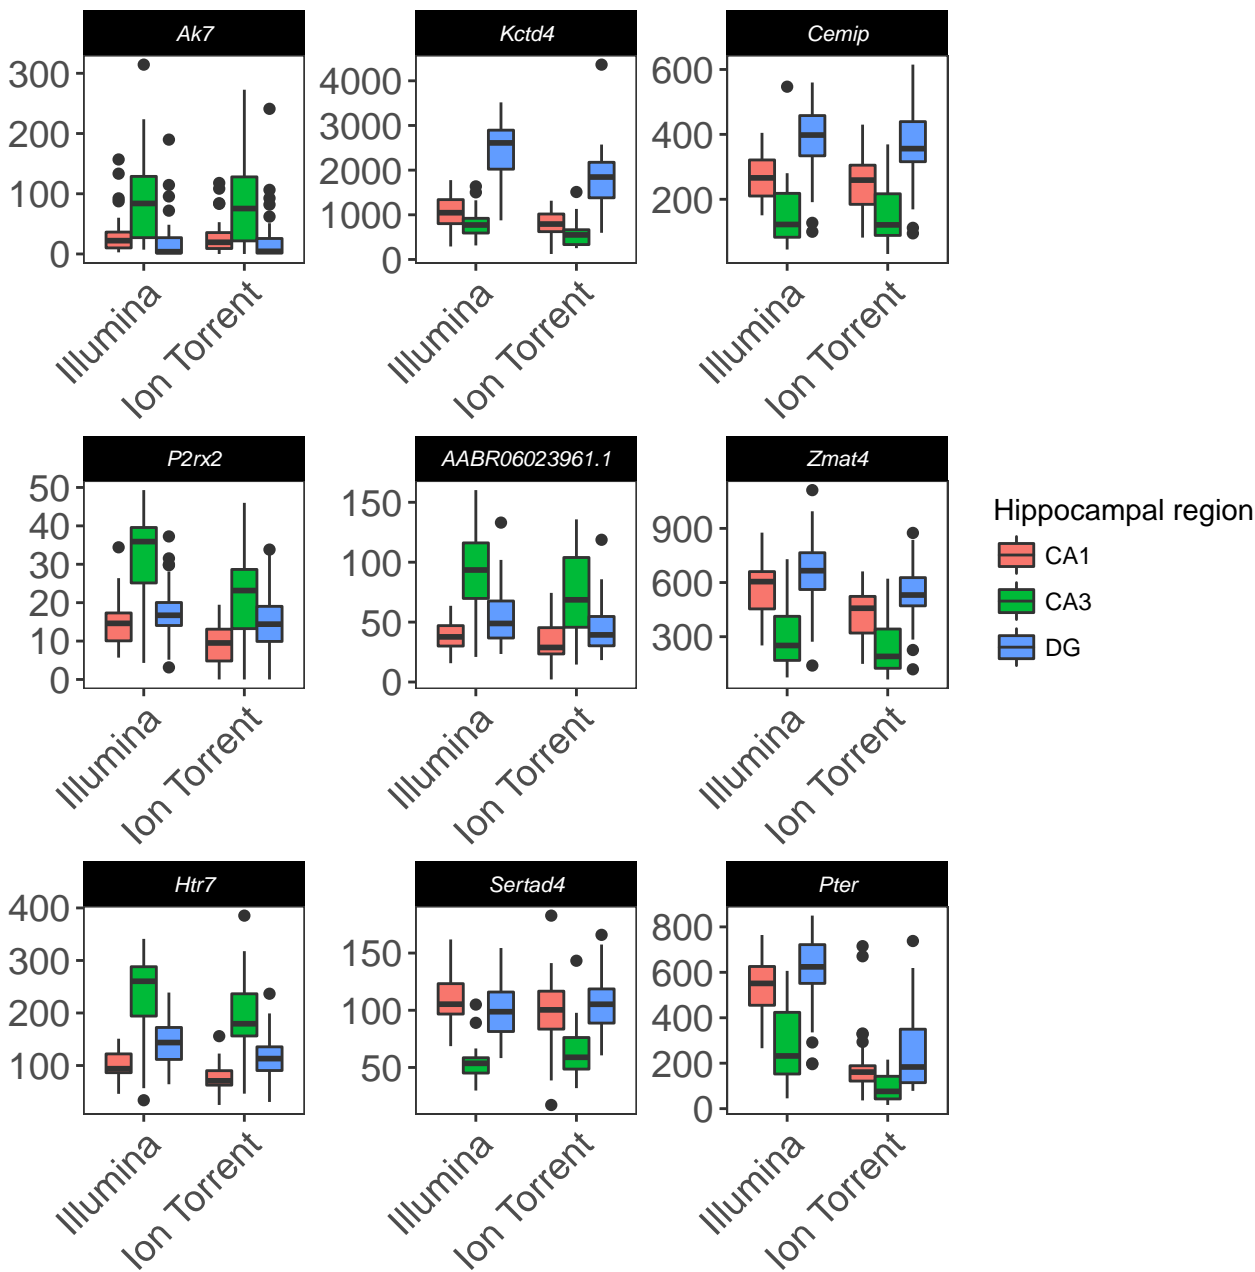

# Normalized counts

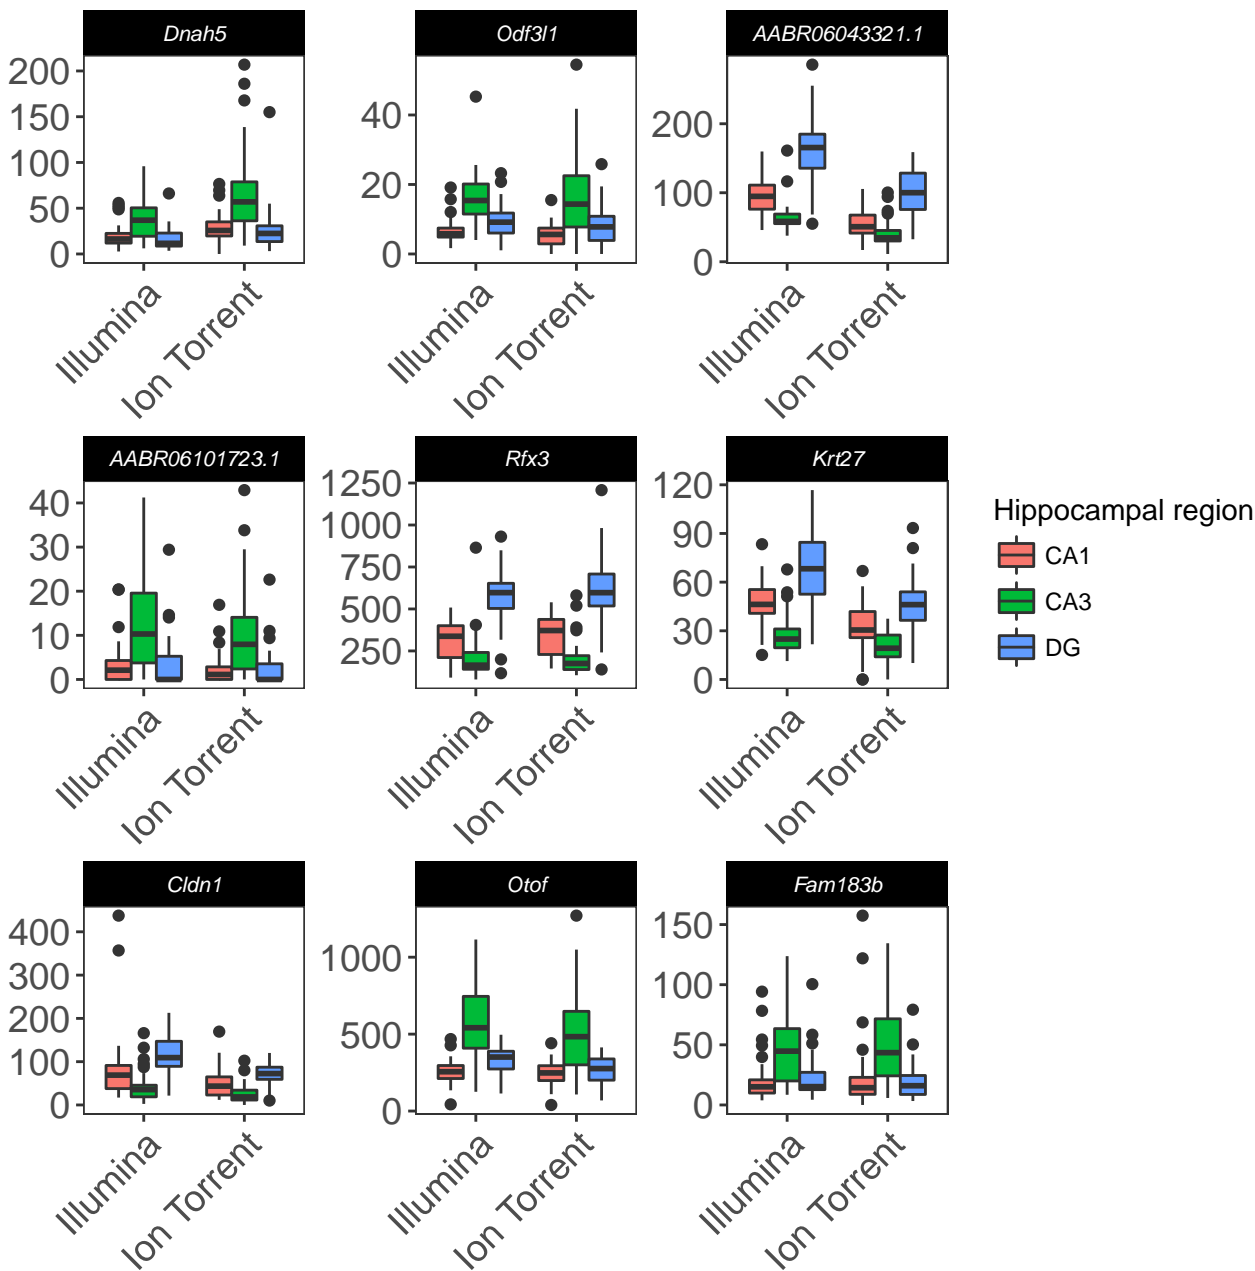

# Normalized counts

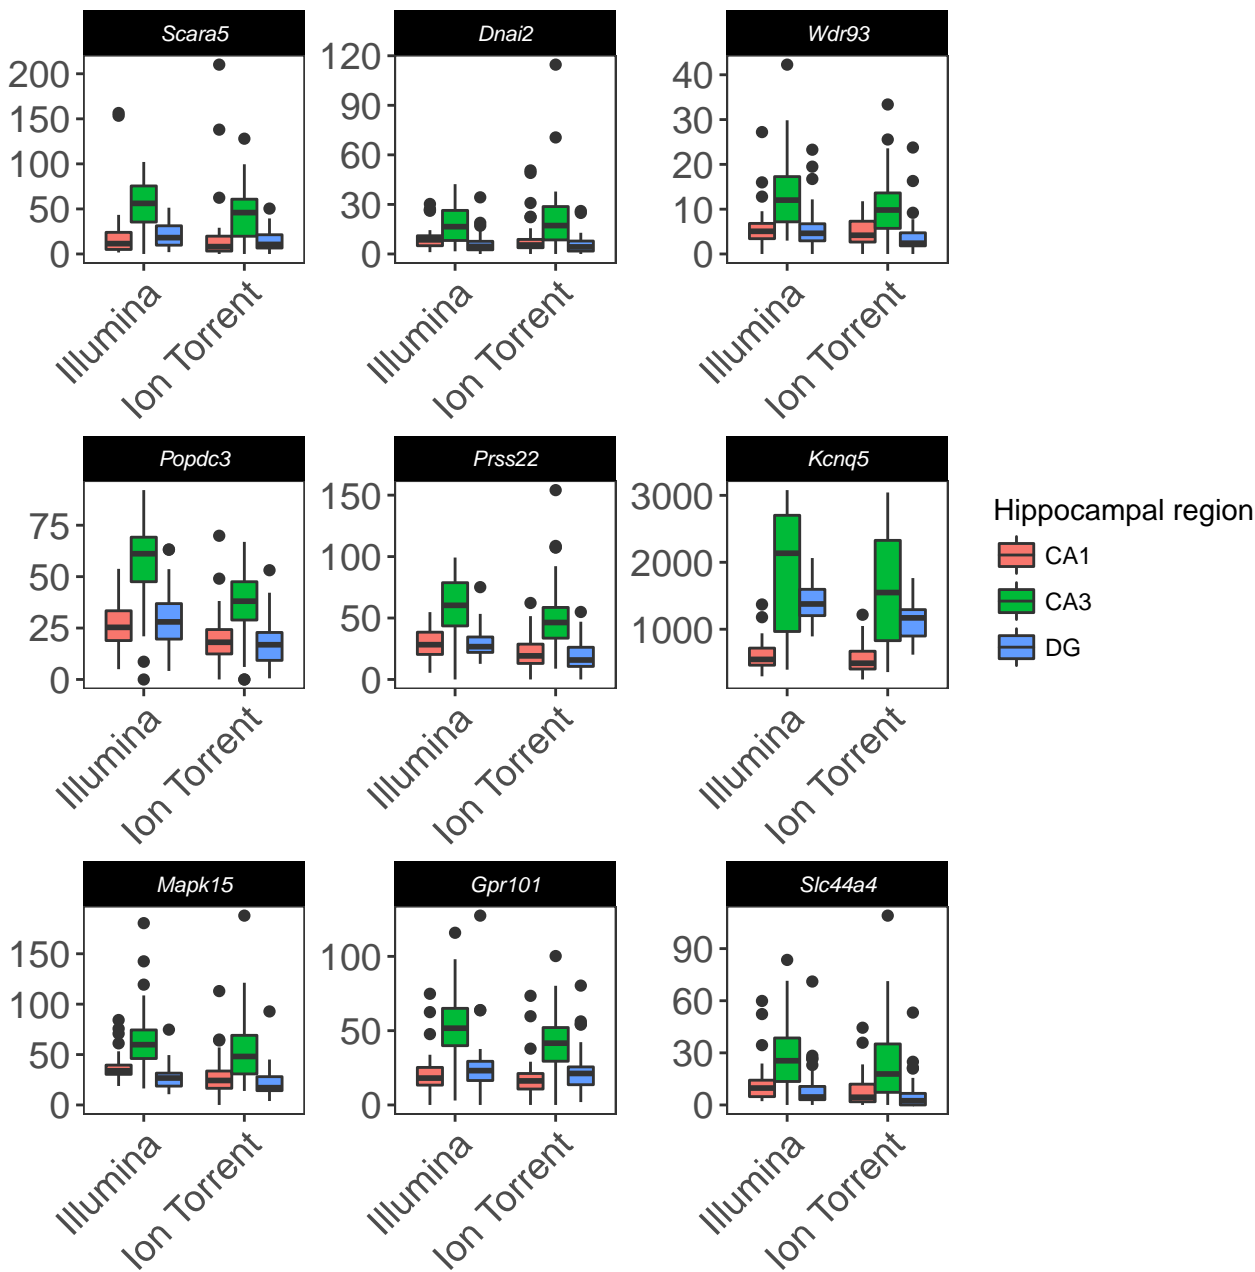

# Normalized counts

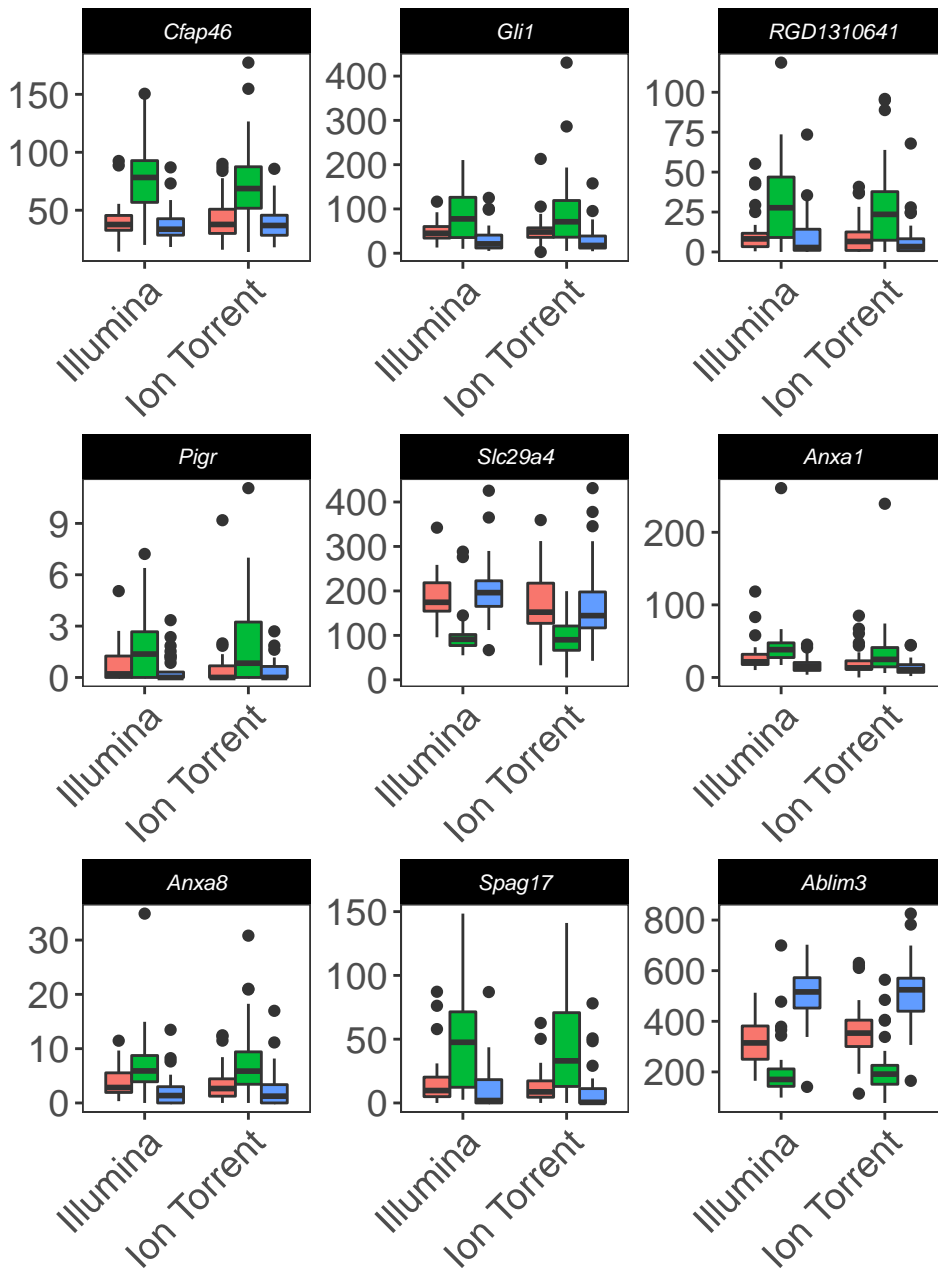

Hippocampal region

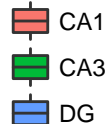

# Normalized counts

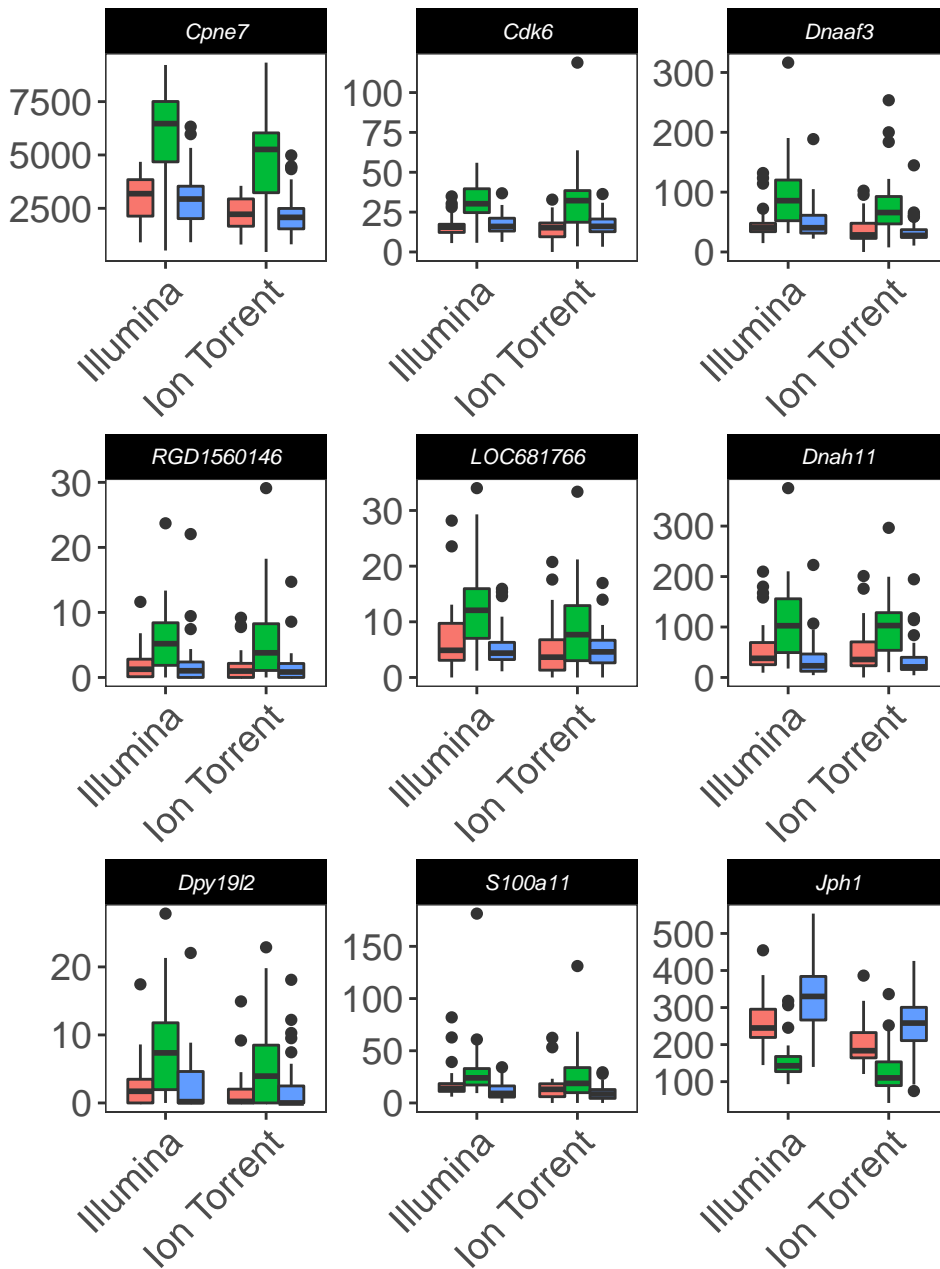

Hippocampal region

# Normalized counts

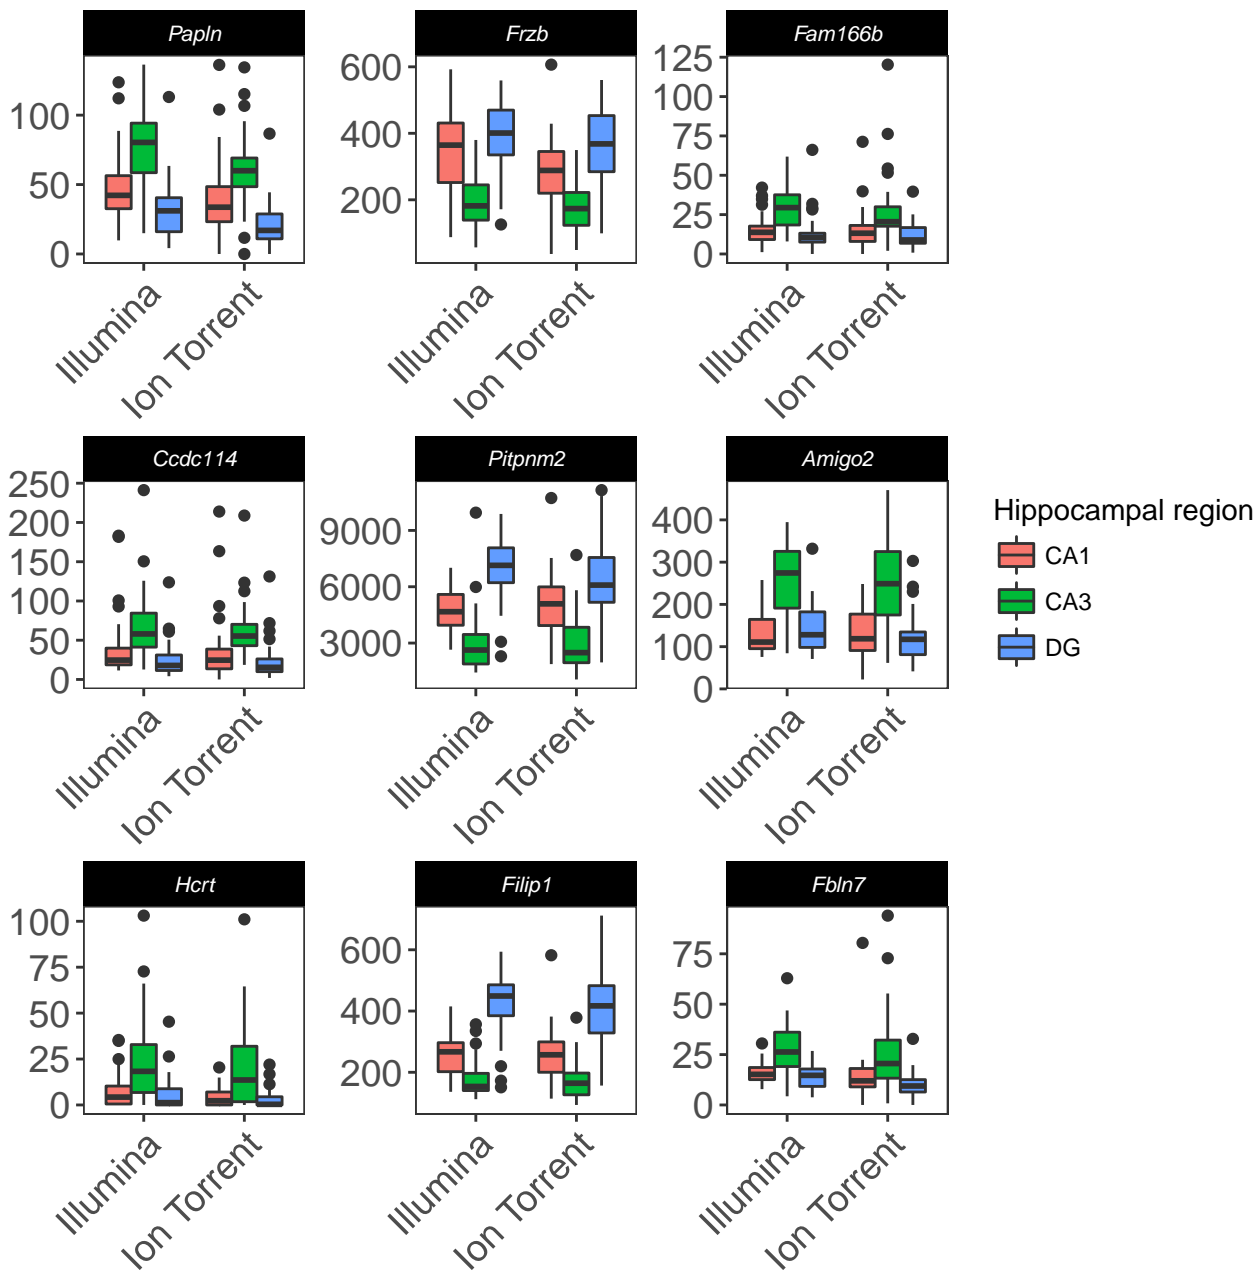

# Normalized counts

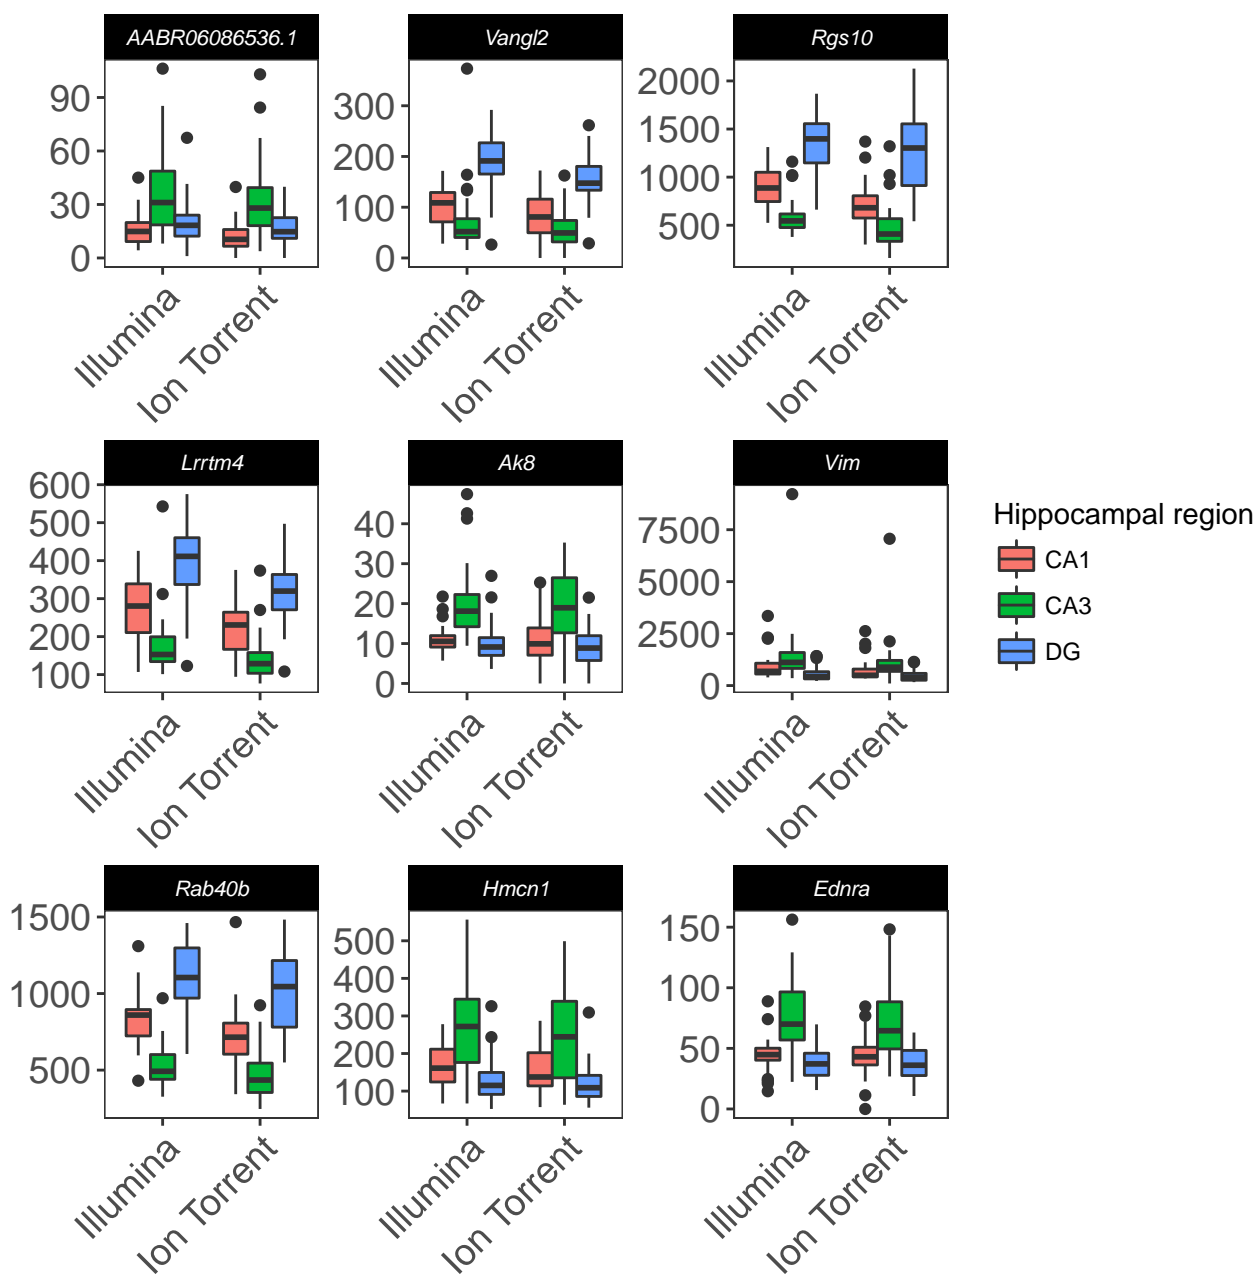

# Normalized counts

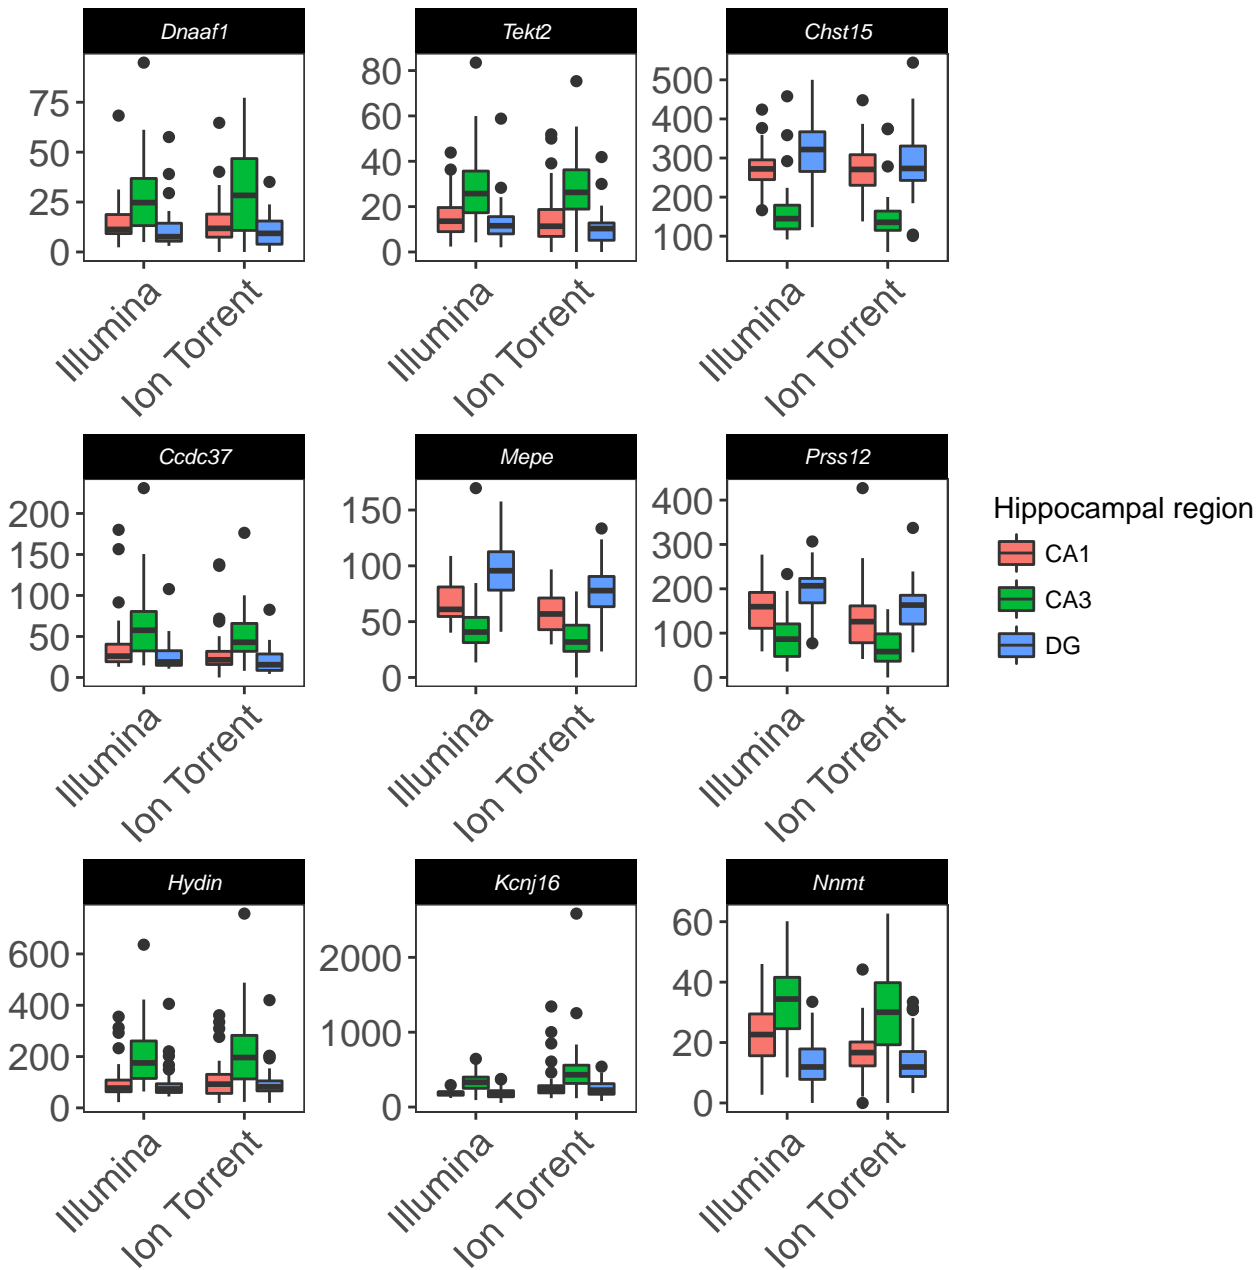

# Normalized counts

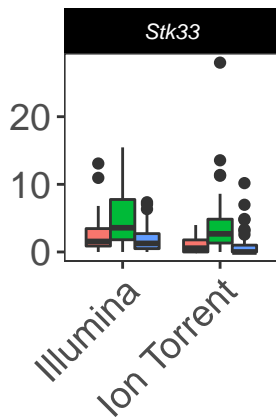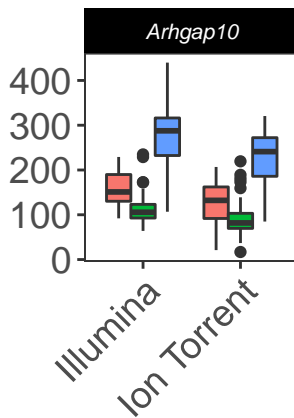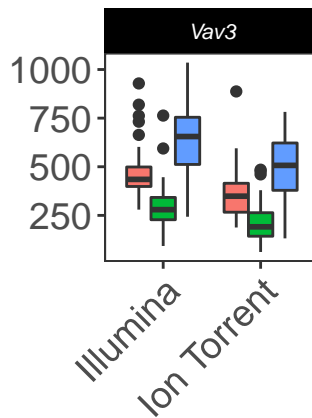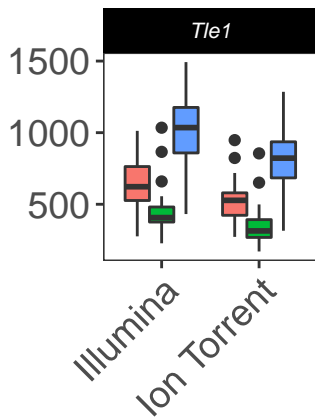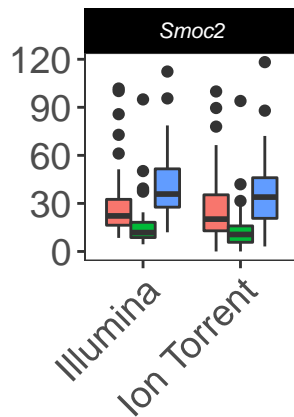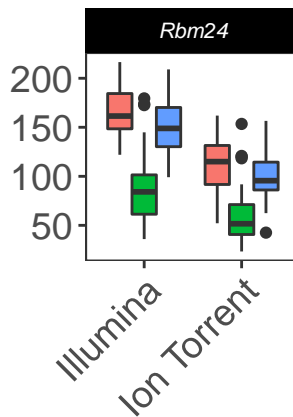

Hippocampal region

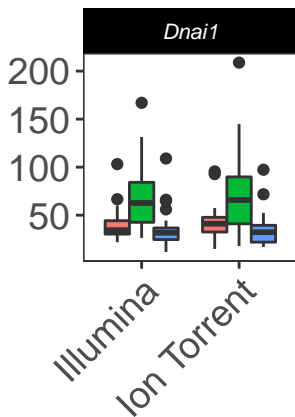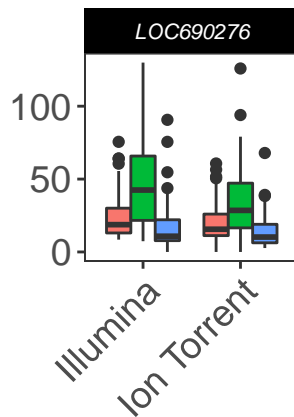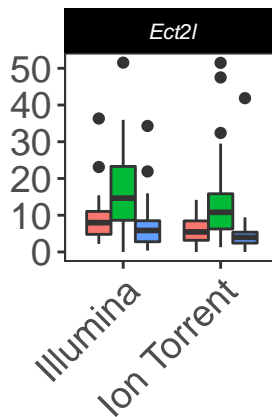

# Normalized counts

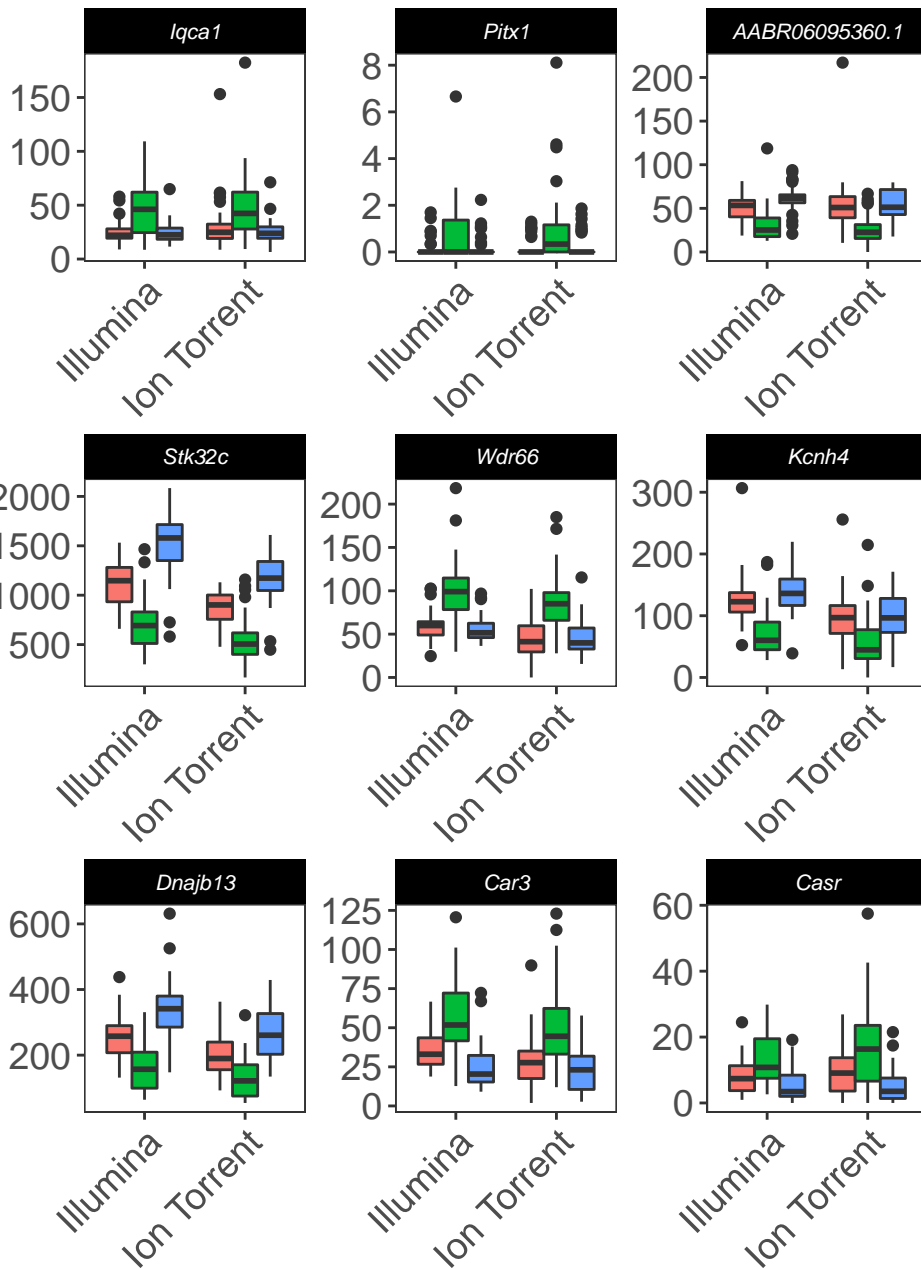

# Normalized counts

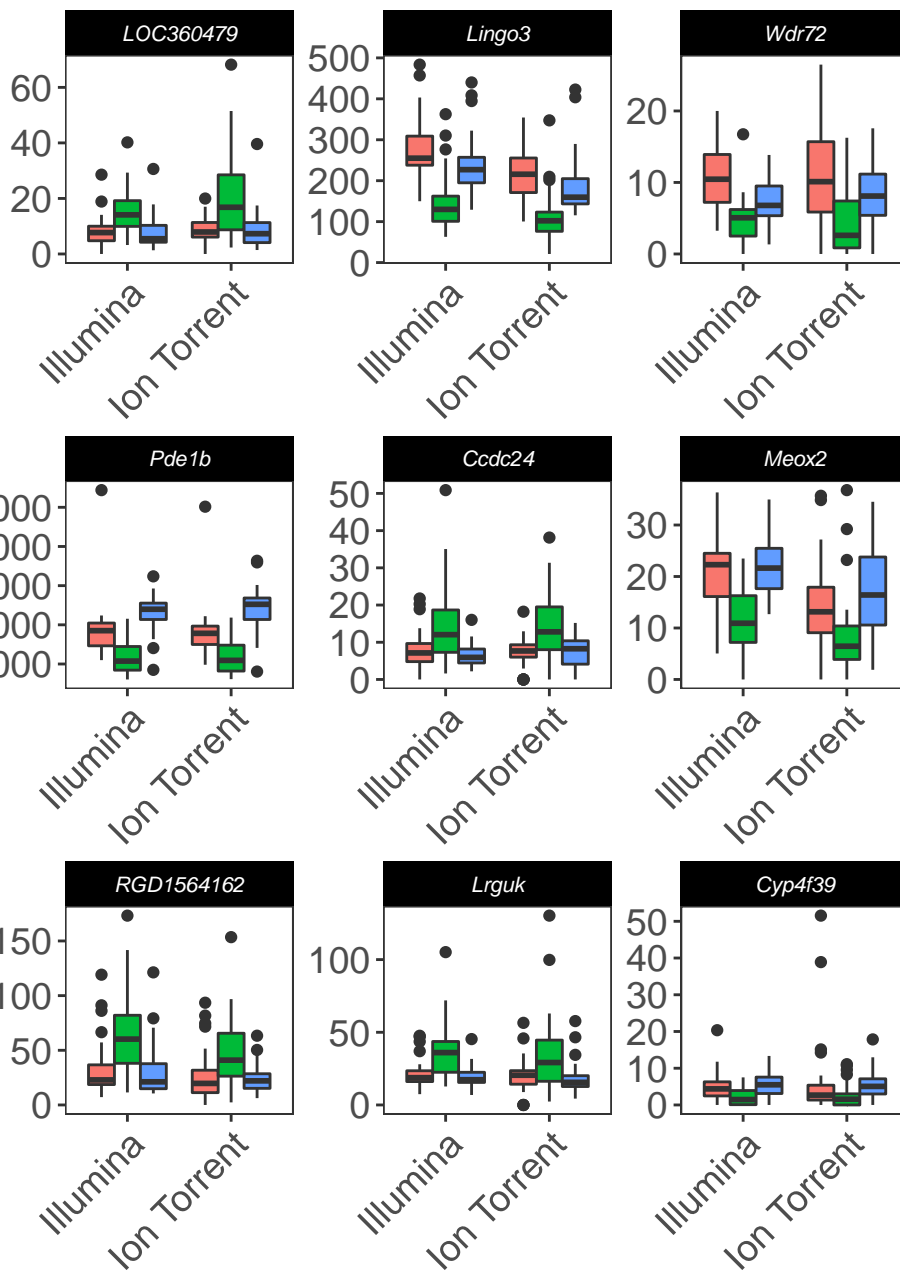

Hippocampal region

# Normalized counts

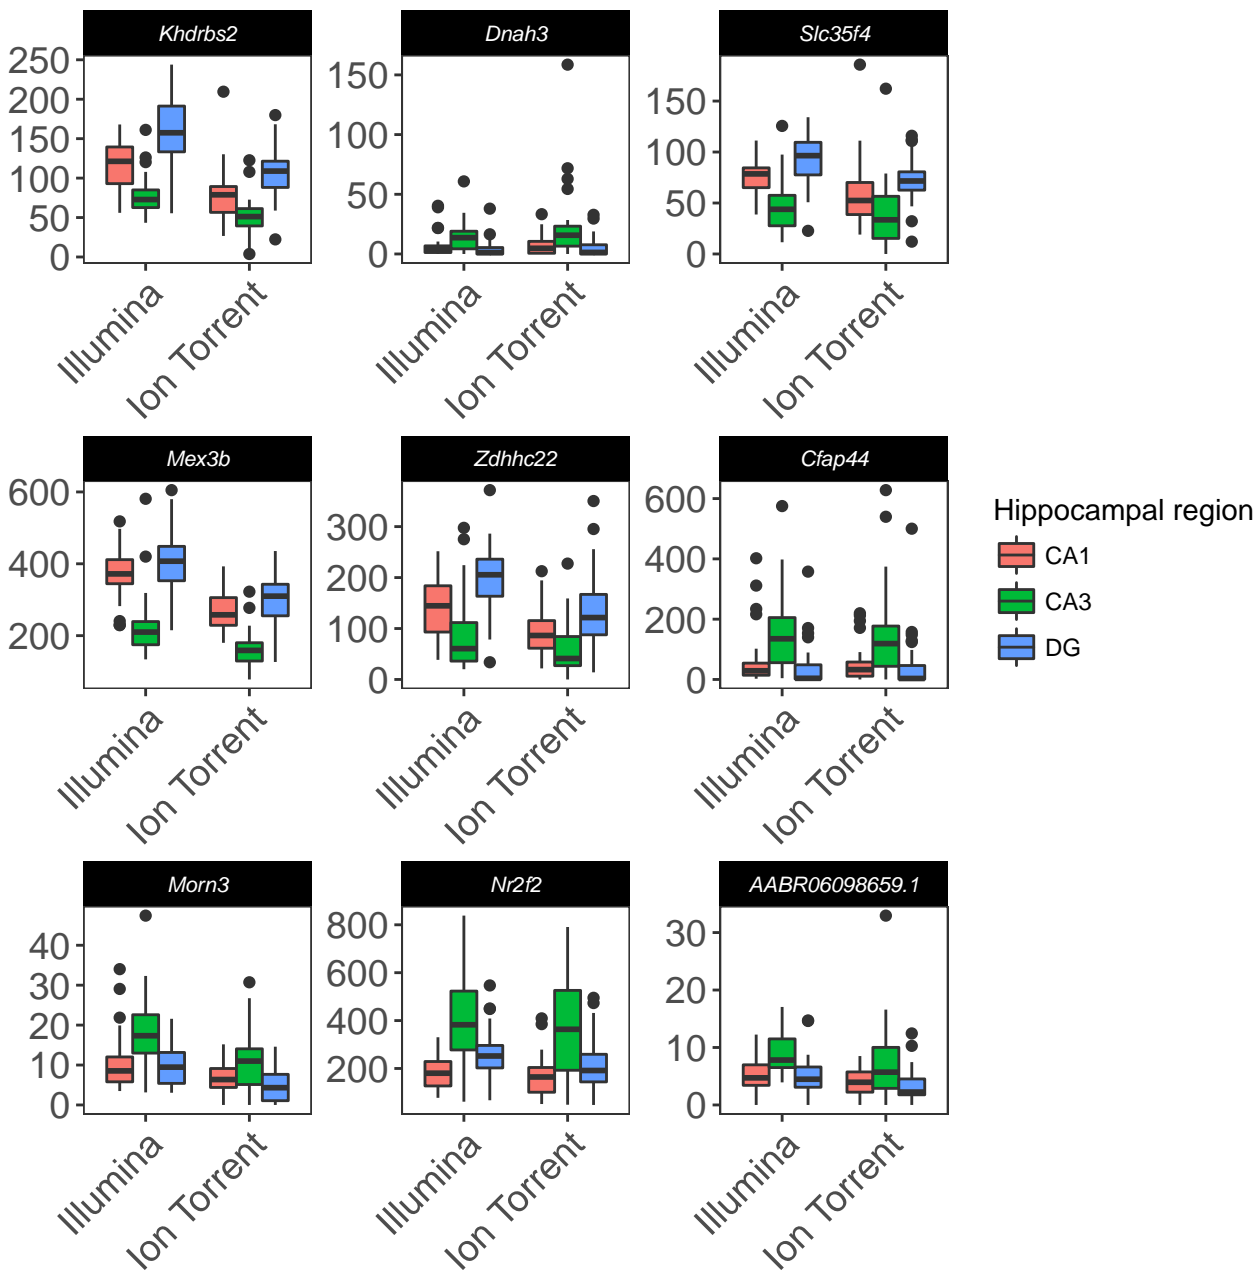

# Normalized counts

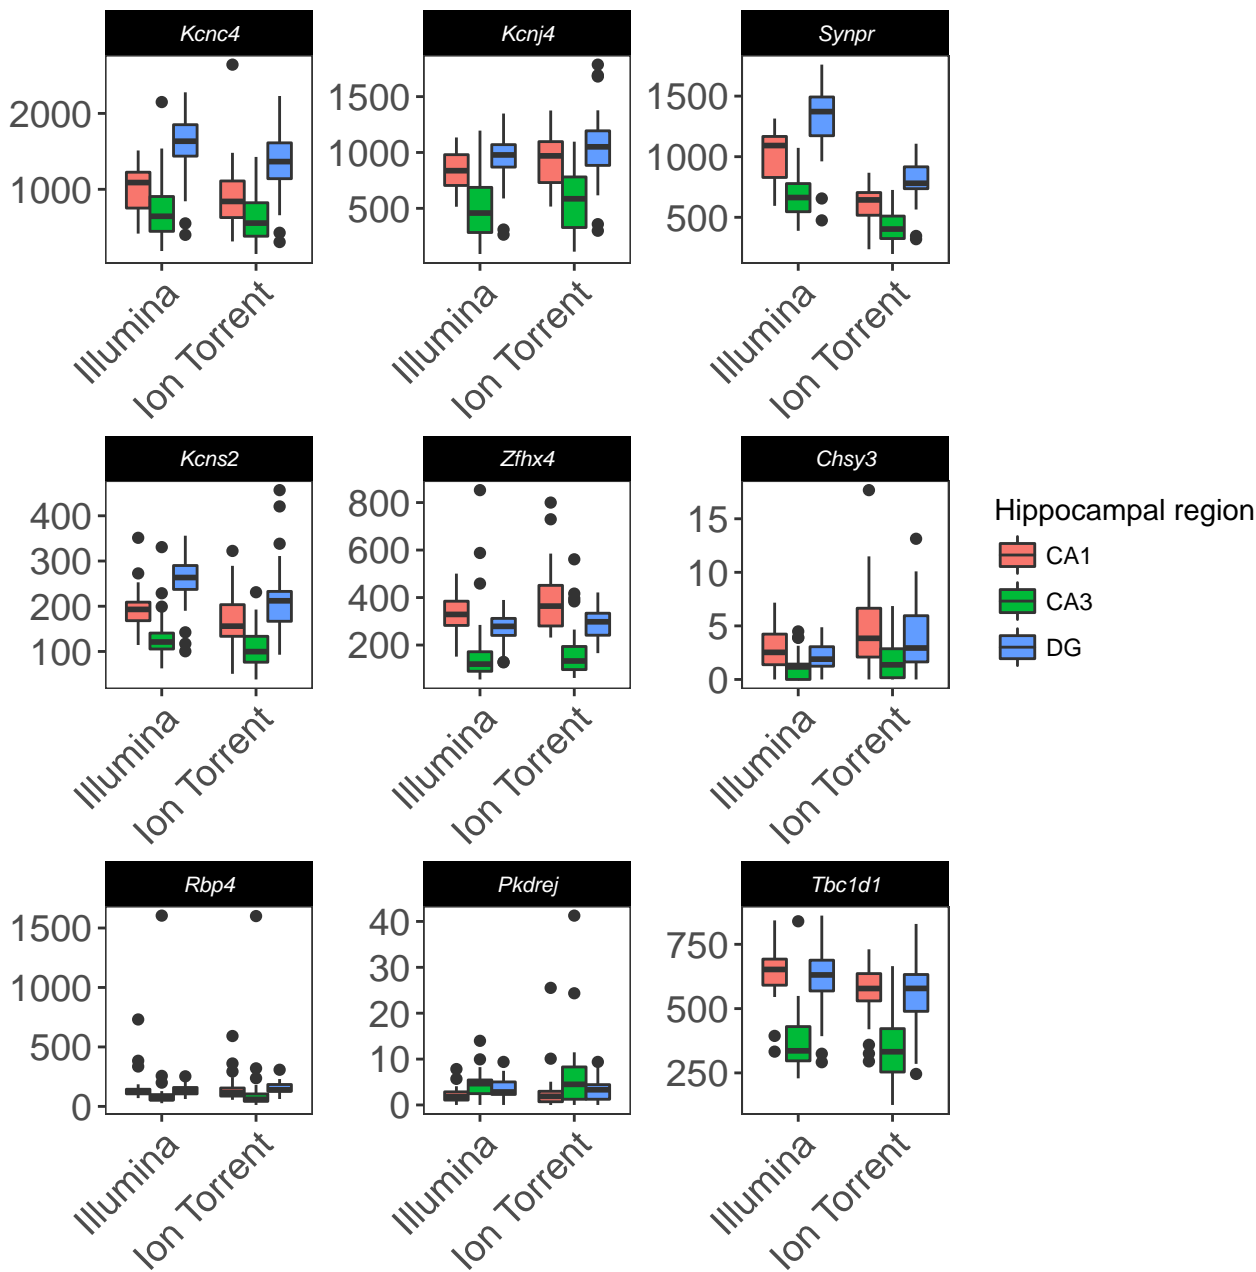

# Normalized counts

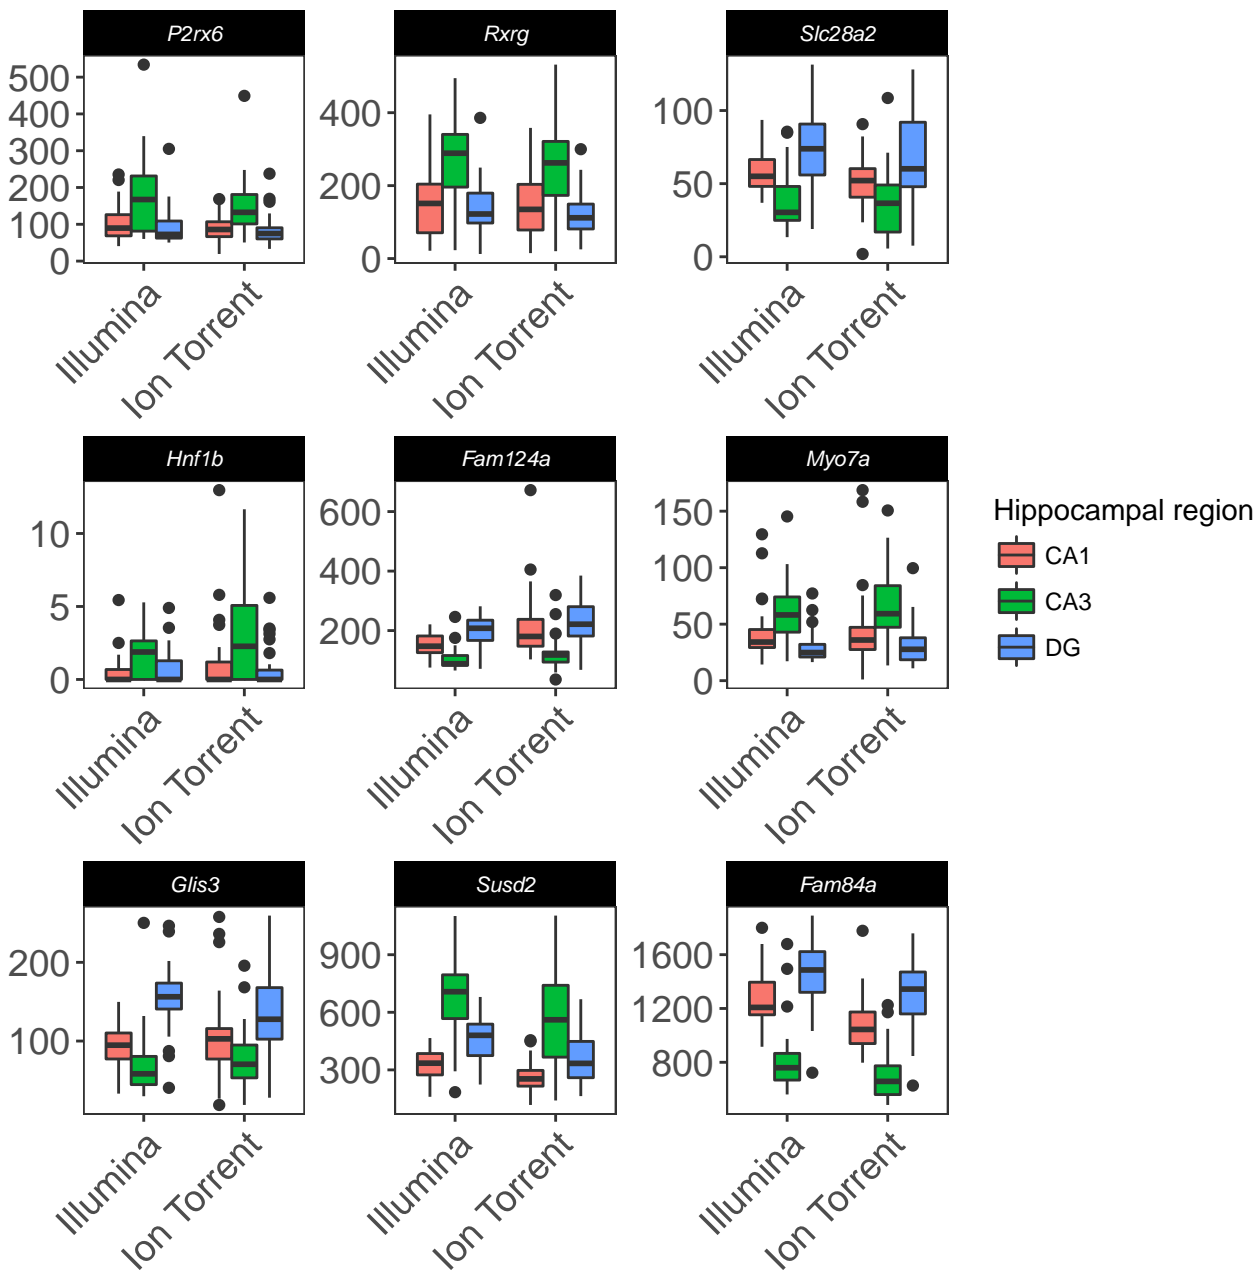

# Normalized counts

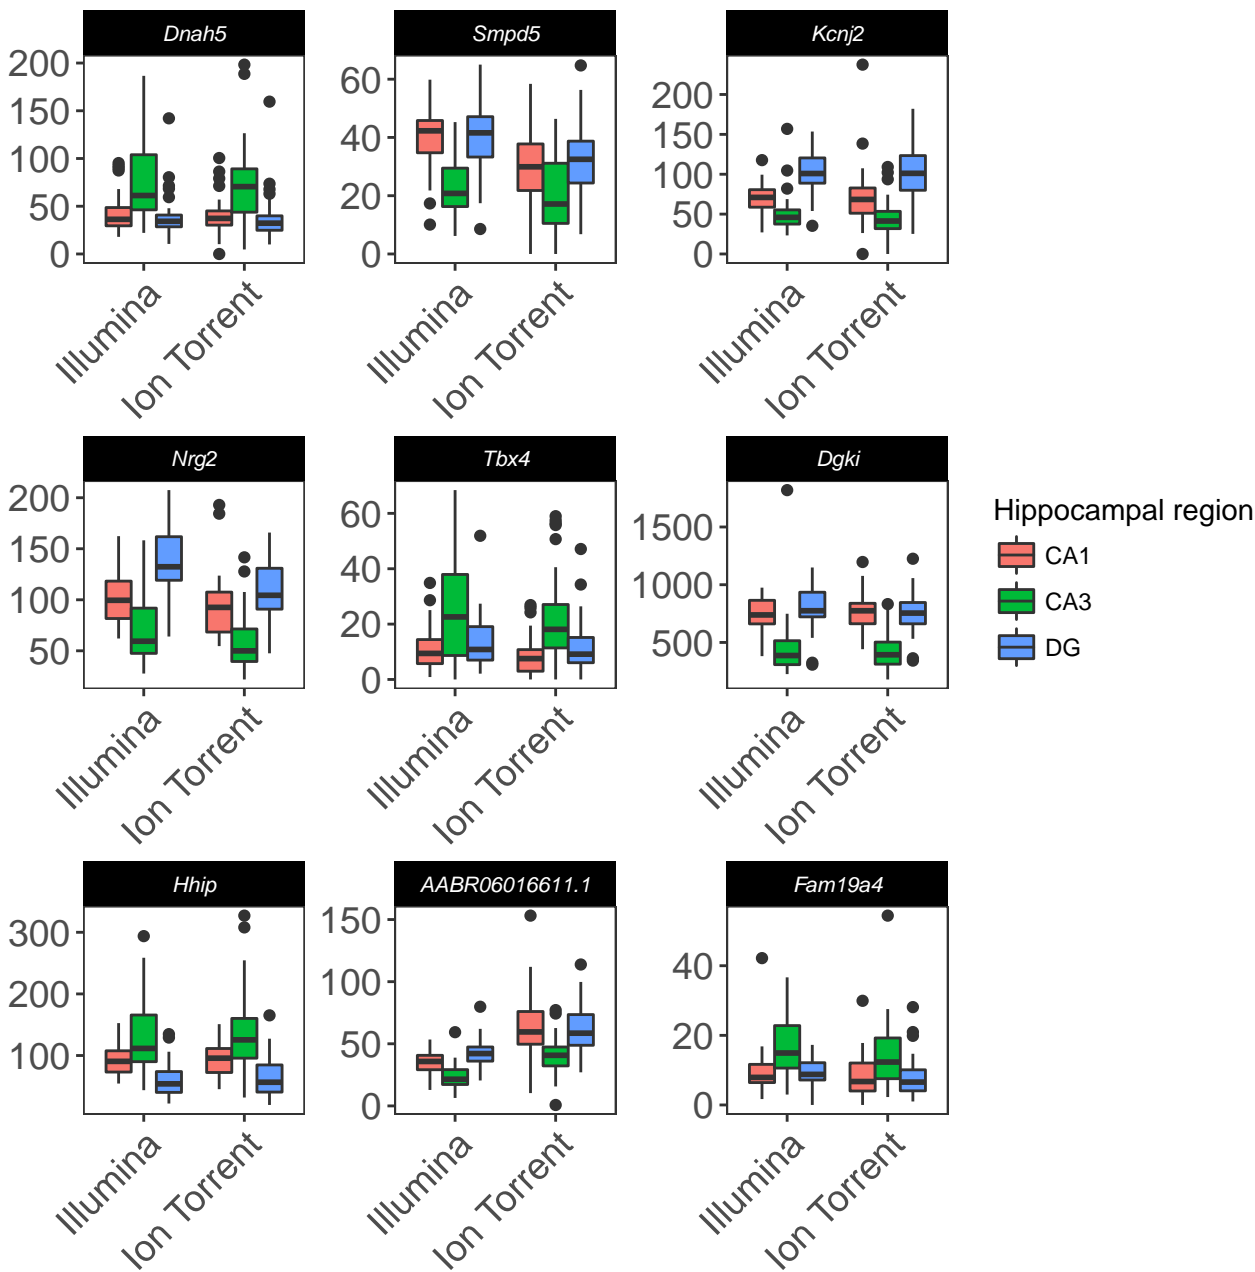

# Normalized counts

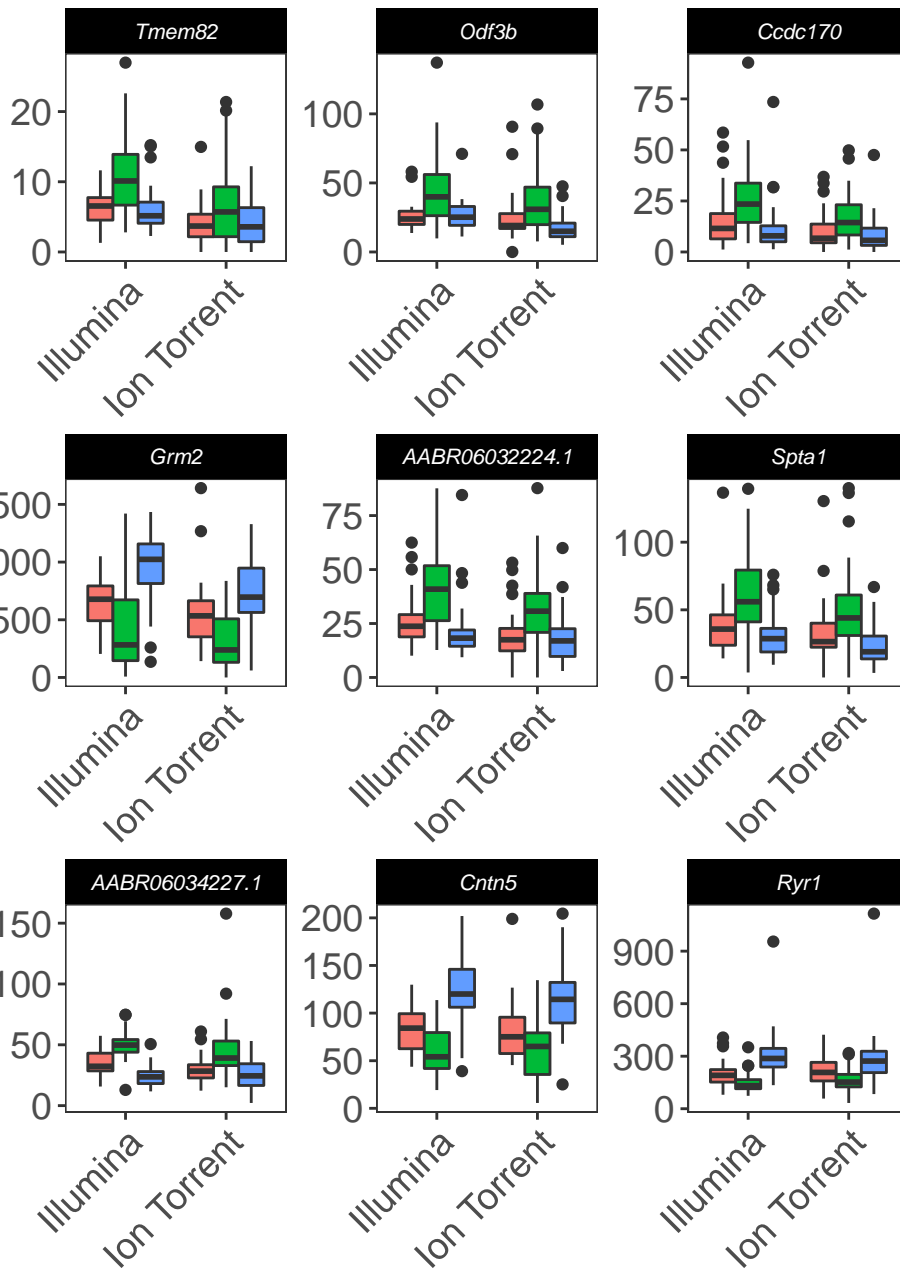

Hippocampal region

# Normalized counts

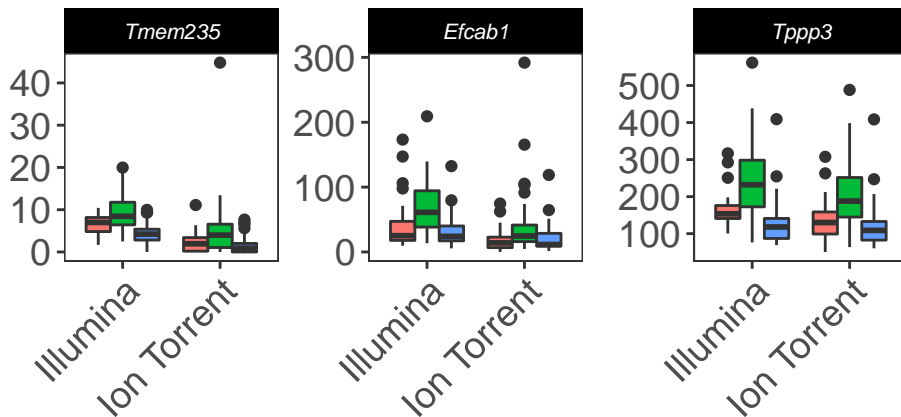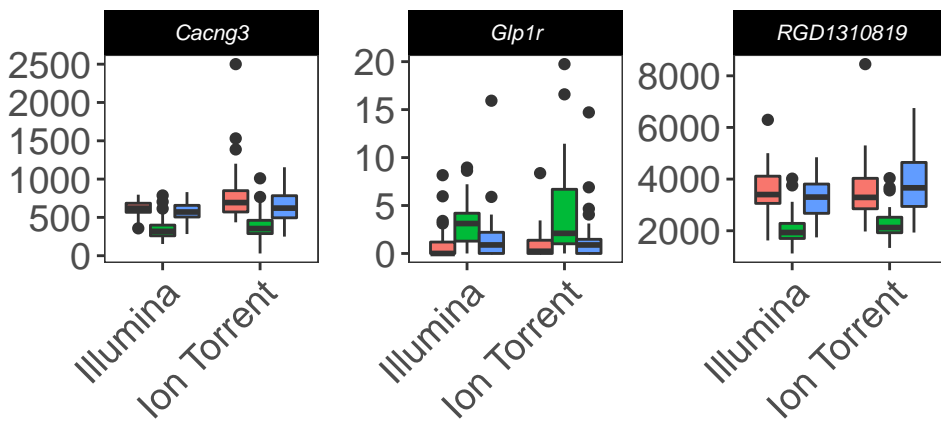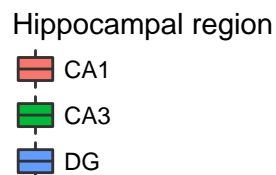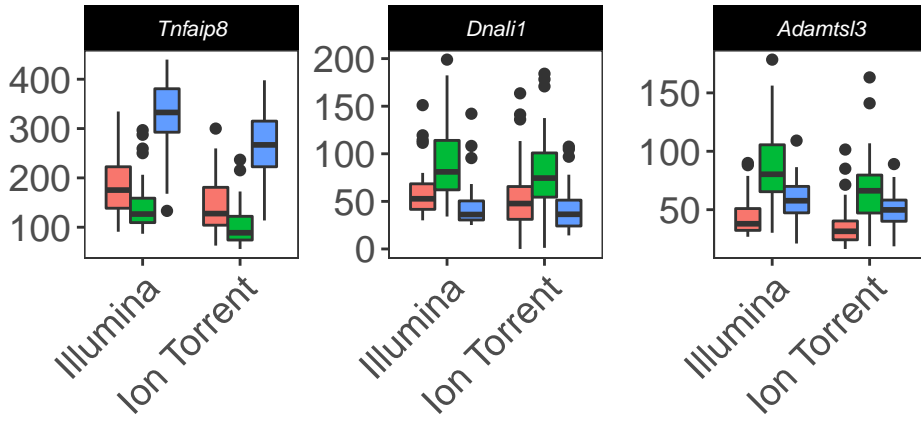

# Normalized counts

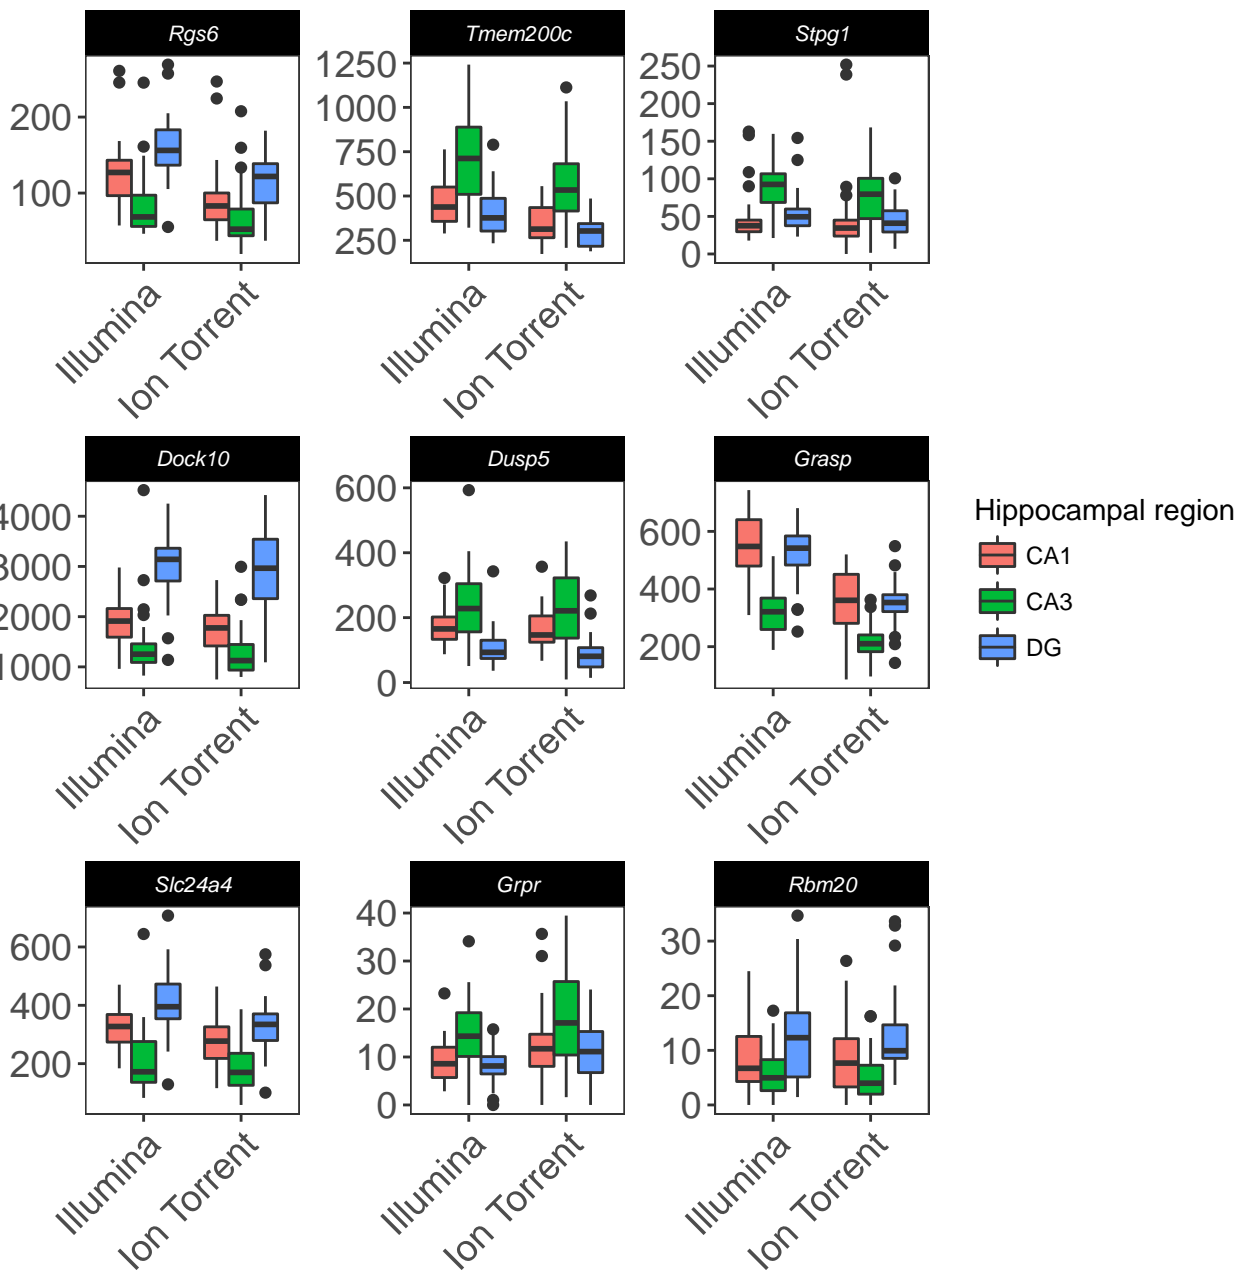

# Normalized counts

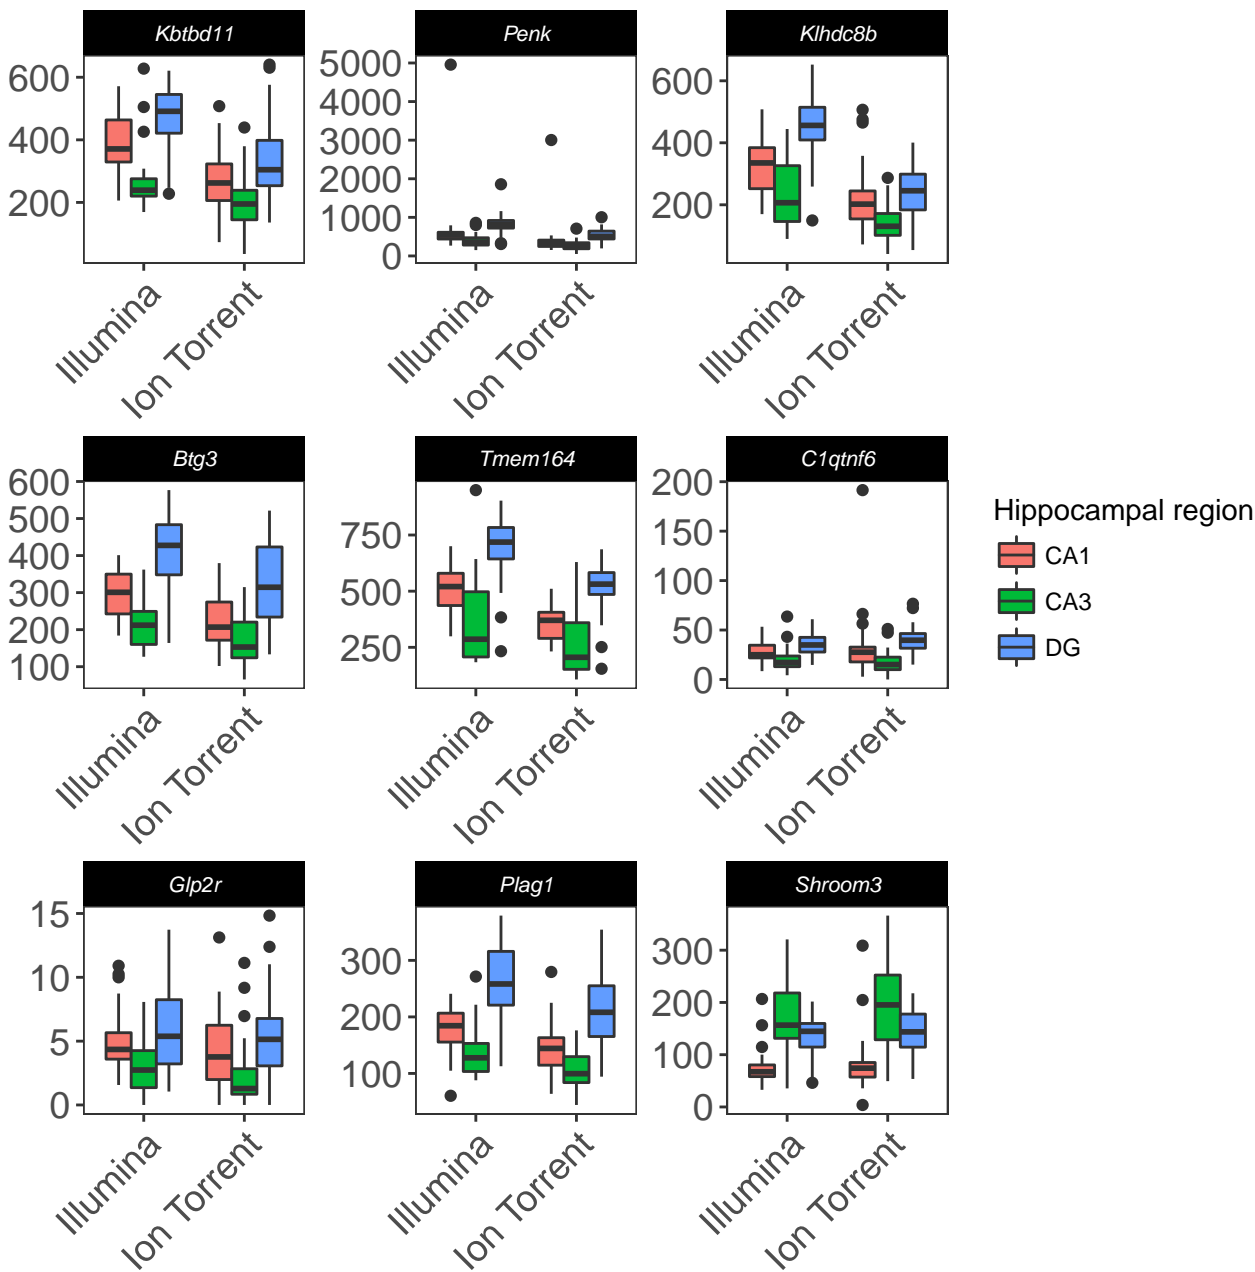

# Normalized counts

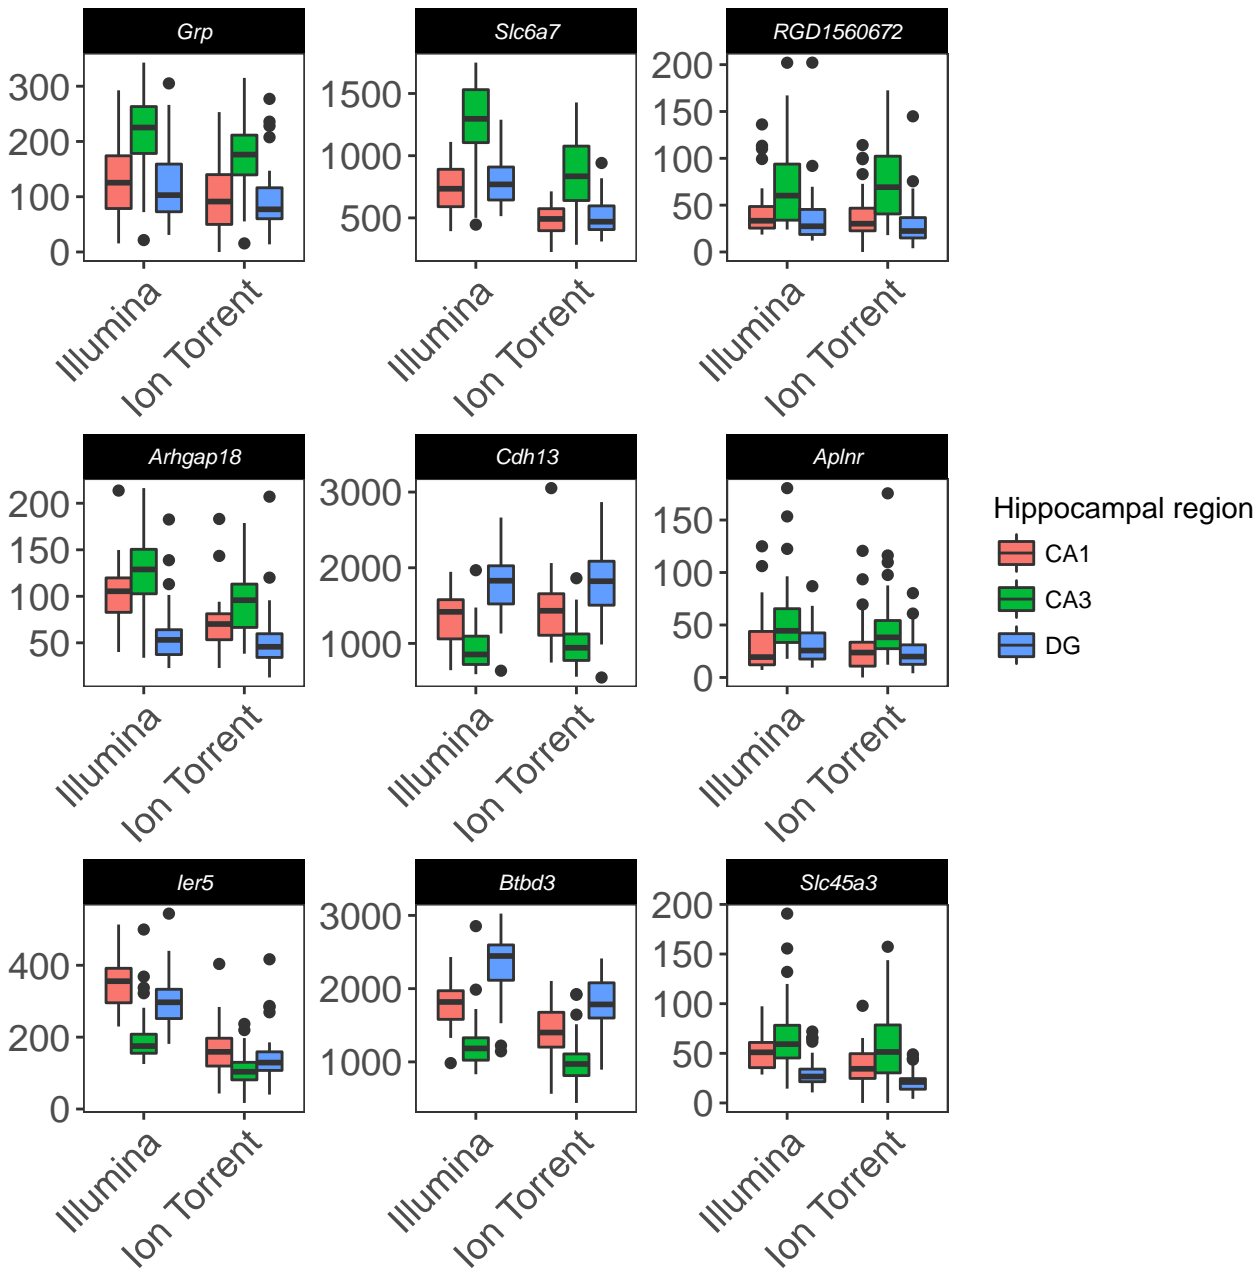

# Normalized counts

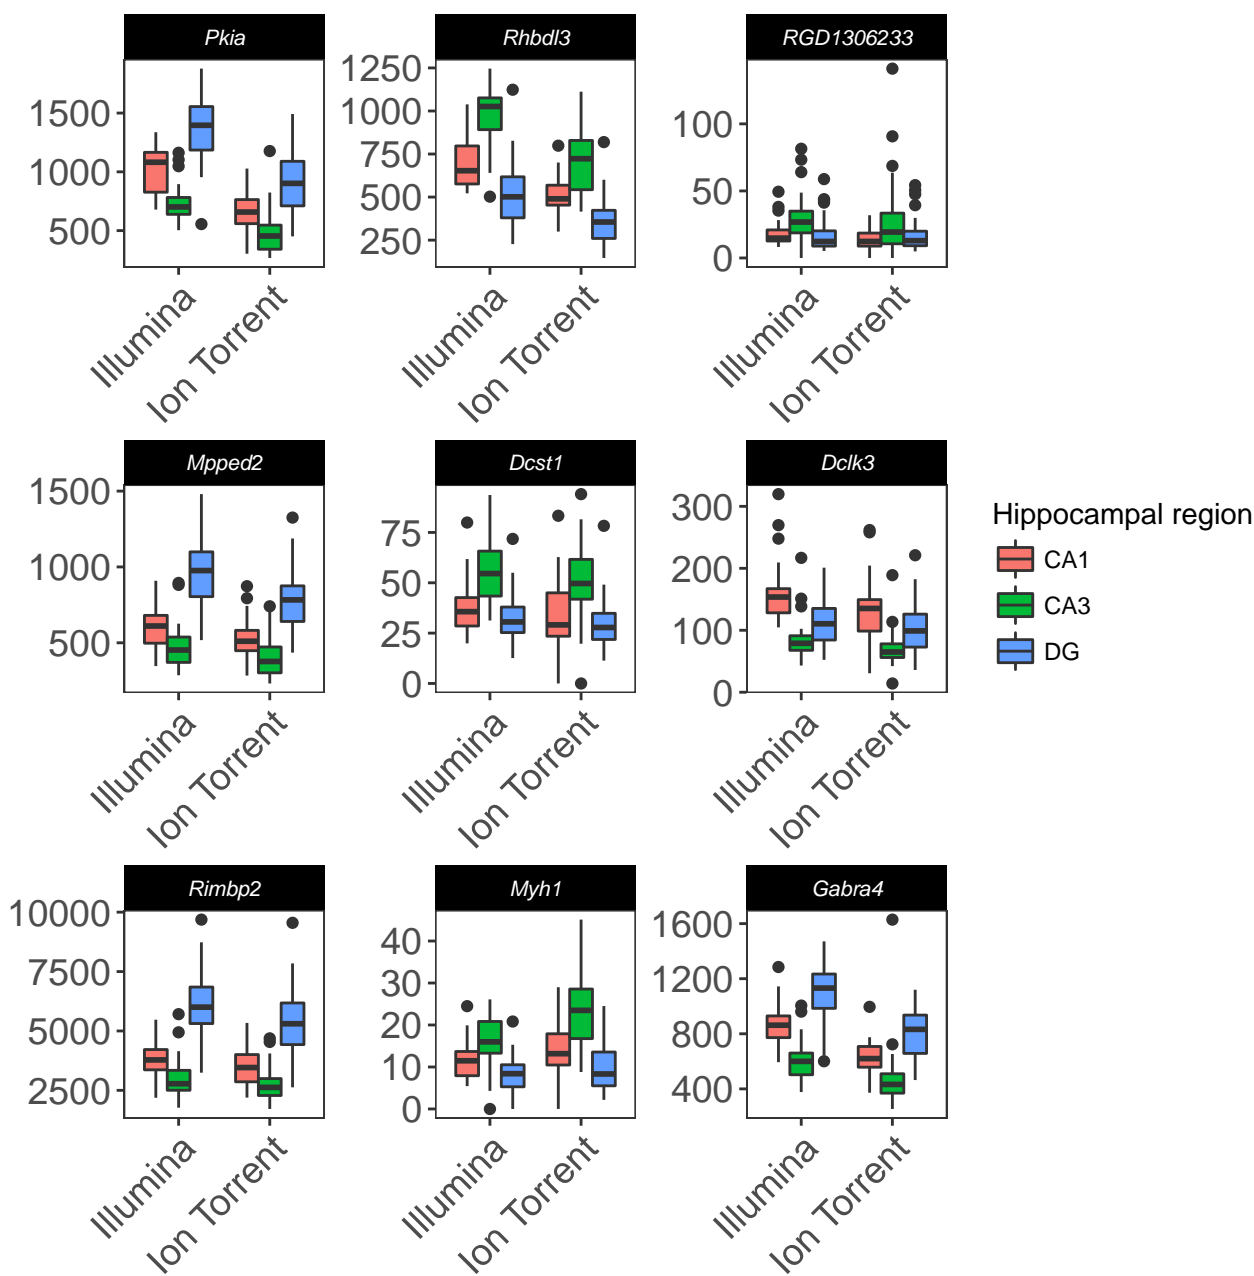

# Normalized counts

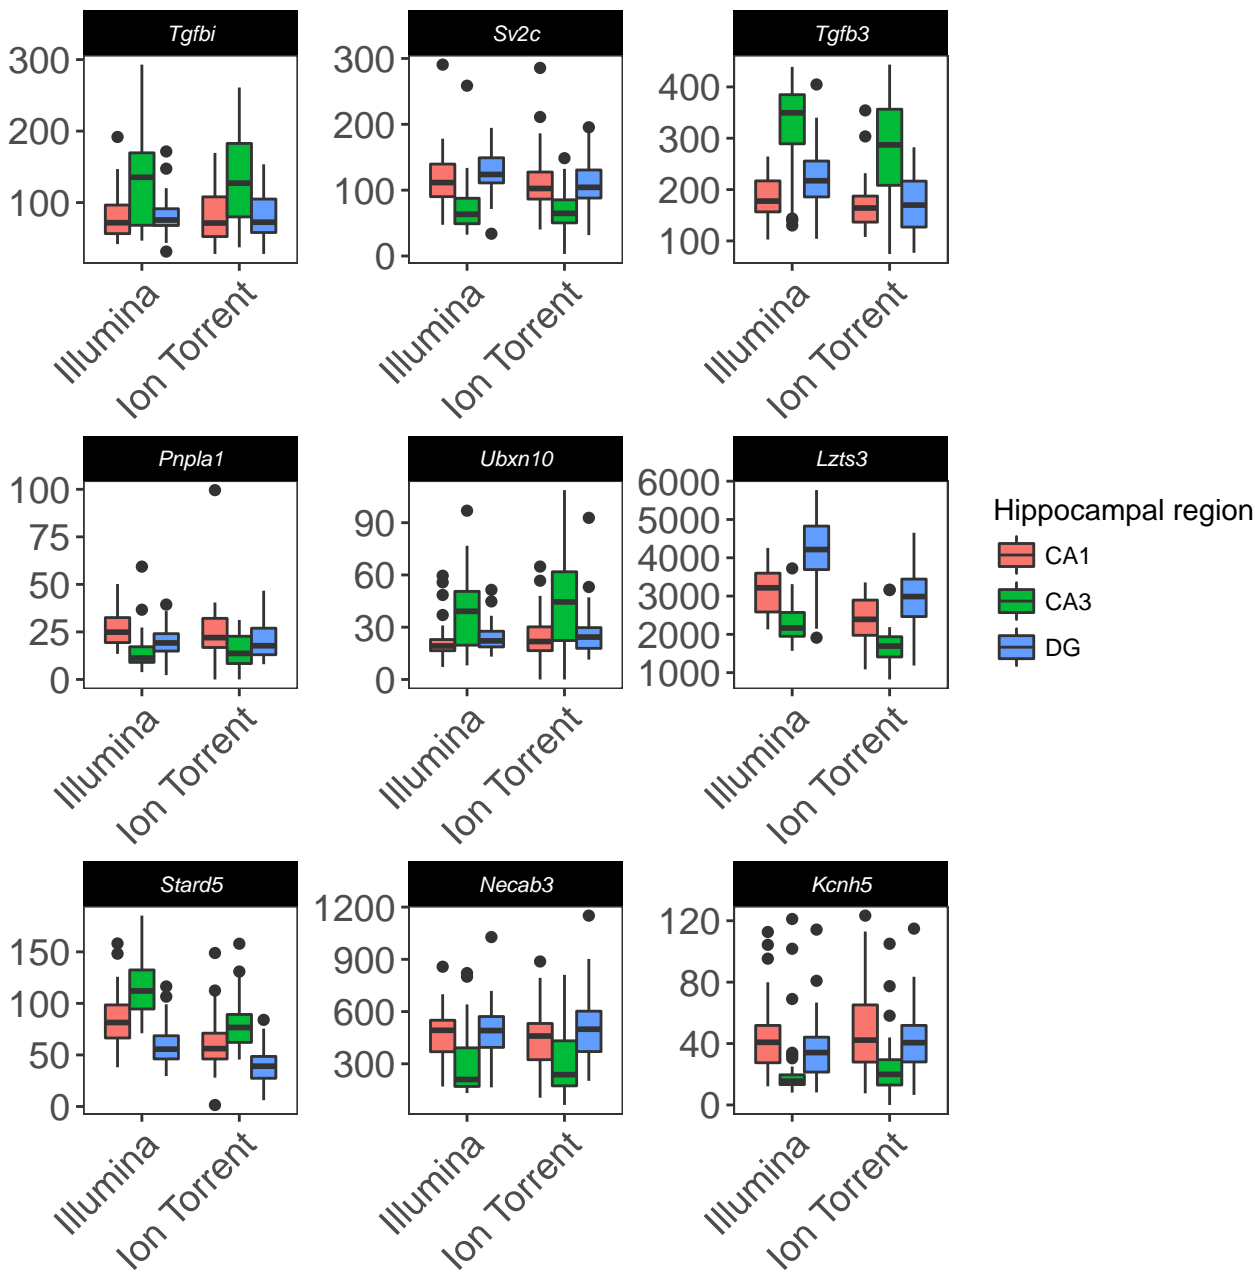

# Normalized counts

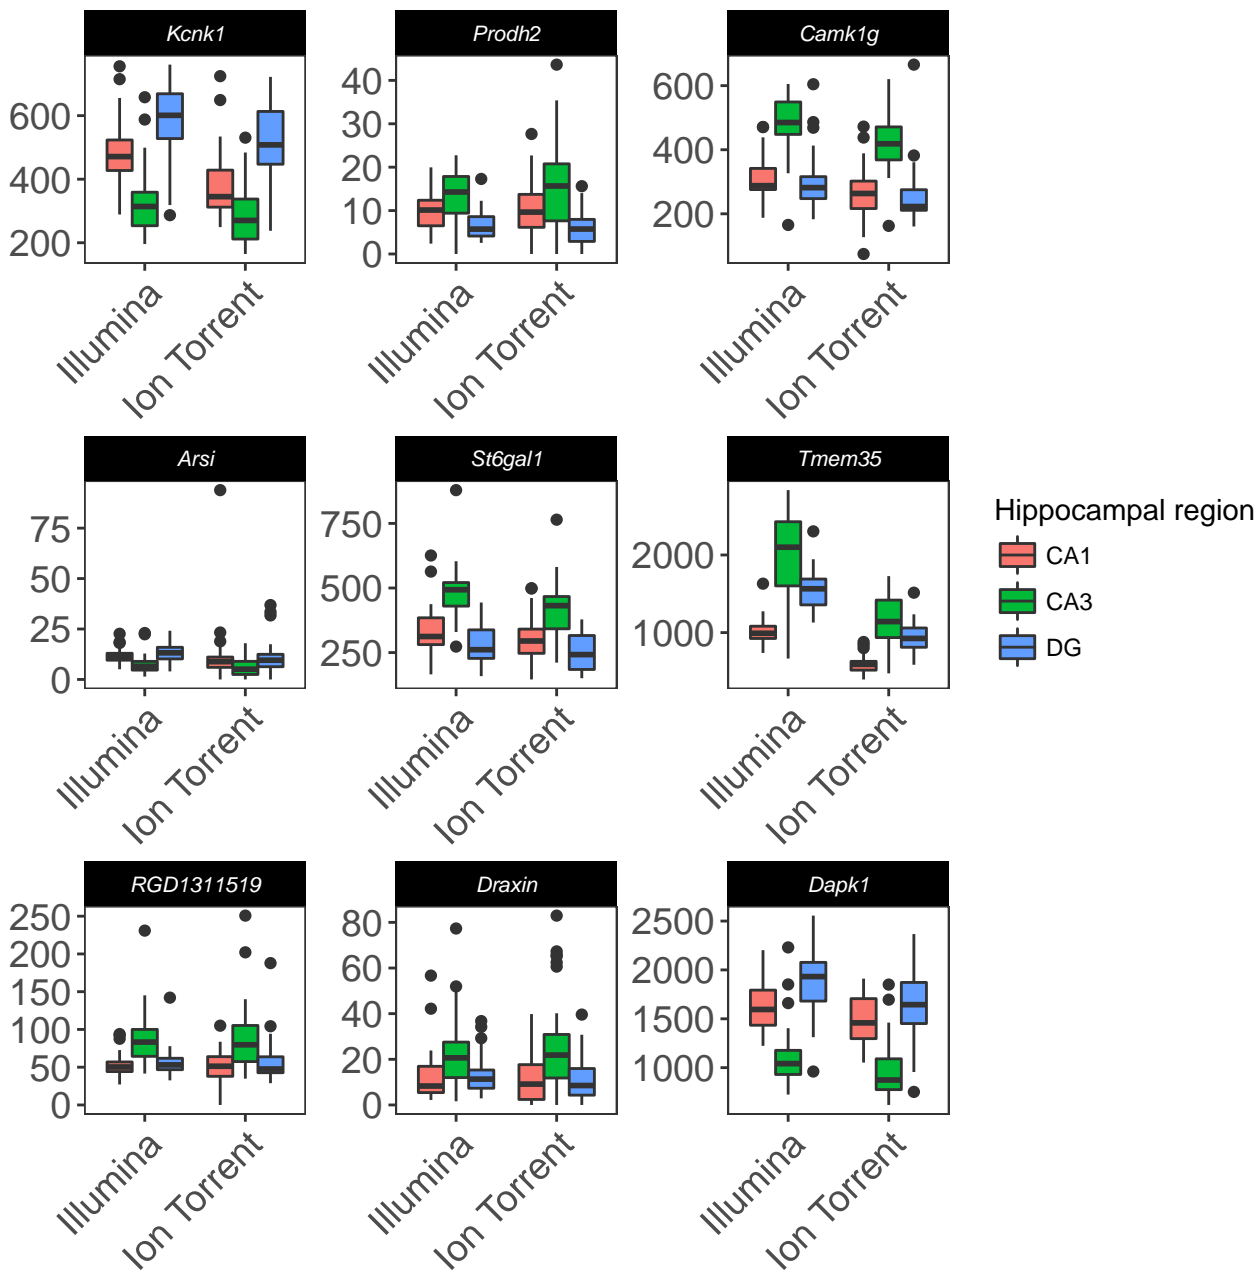

# Normalized counts

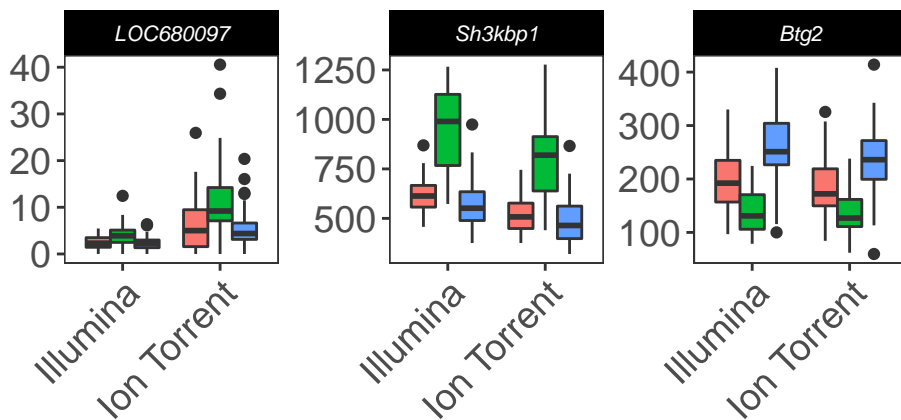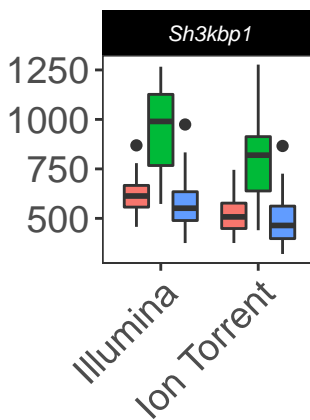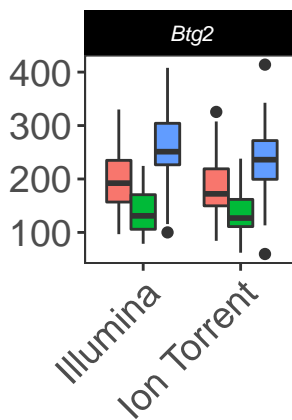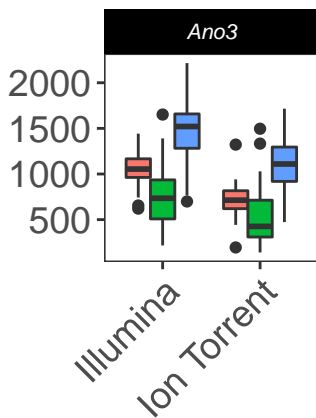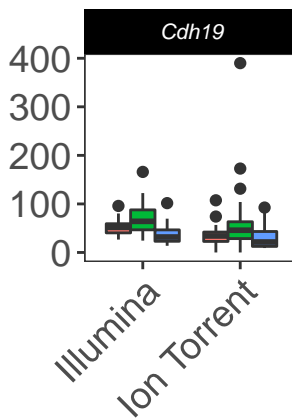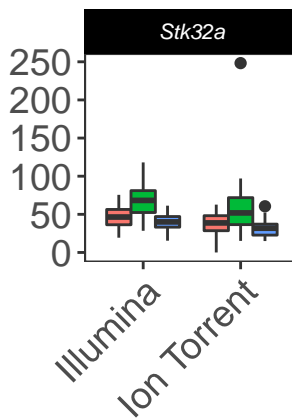

Hippocampal region

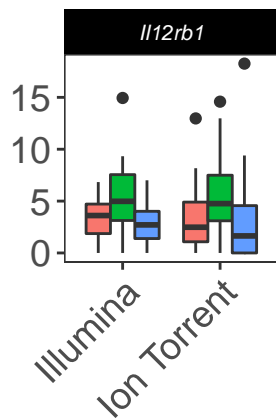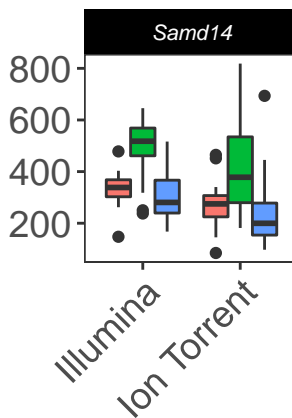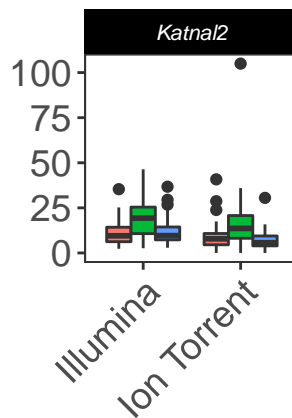

# Normalized counts

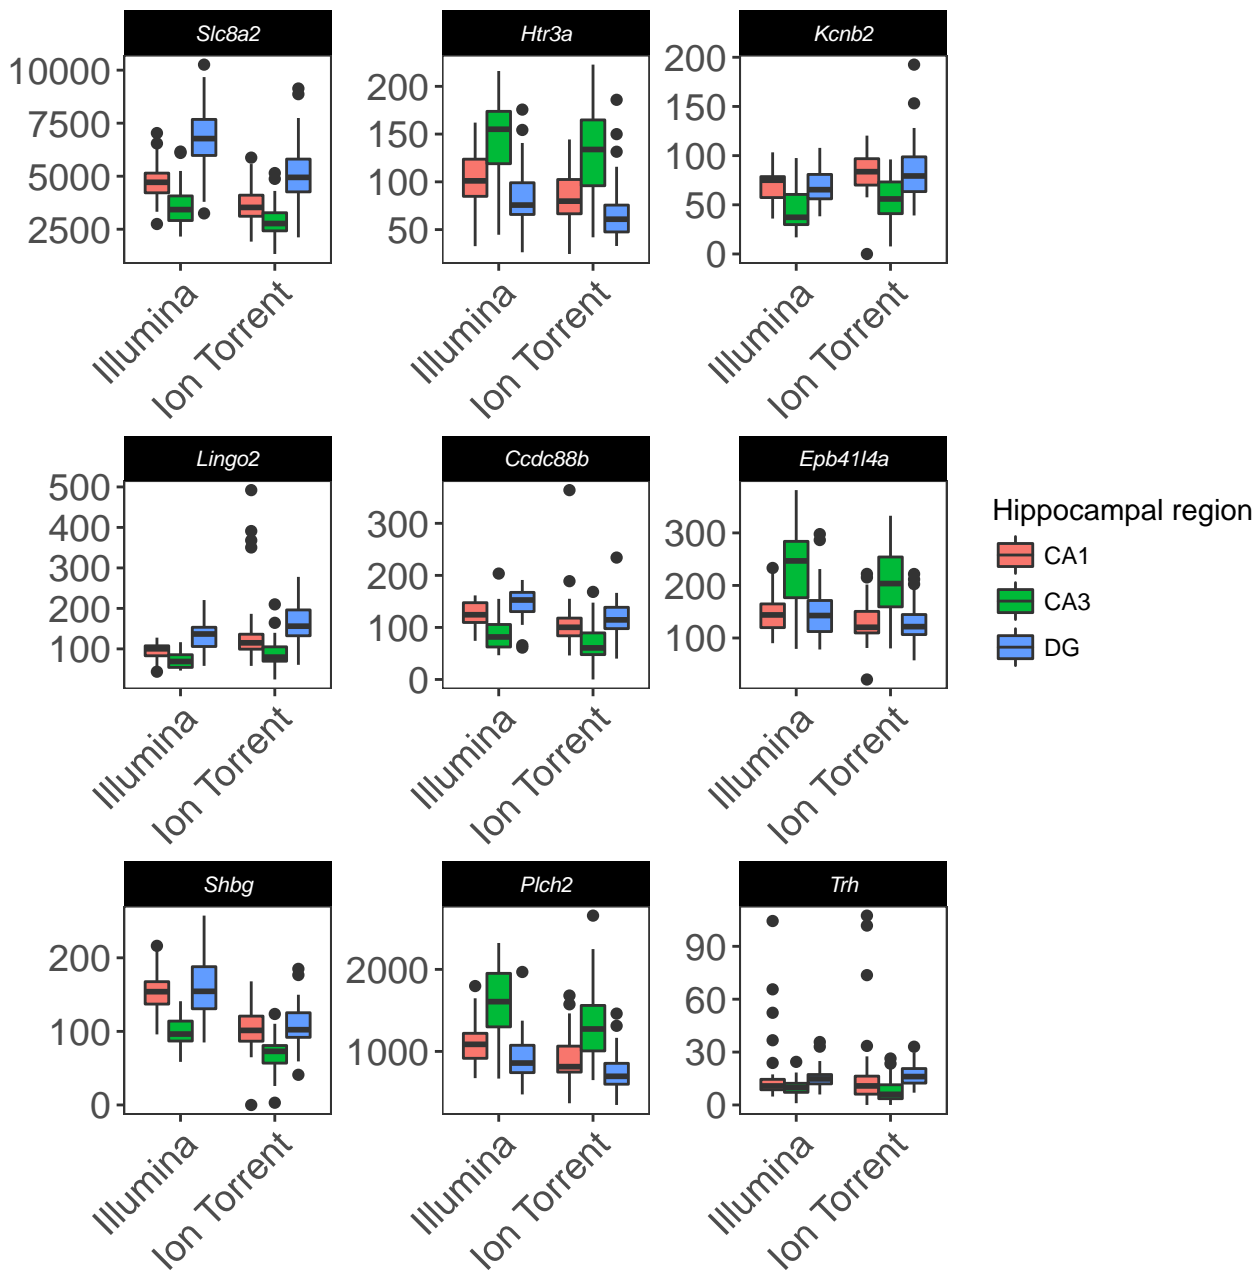

# Normalized counts

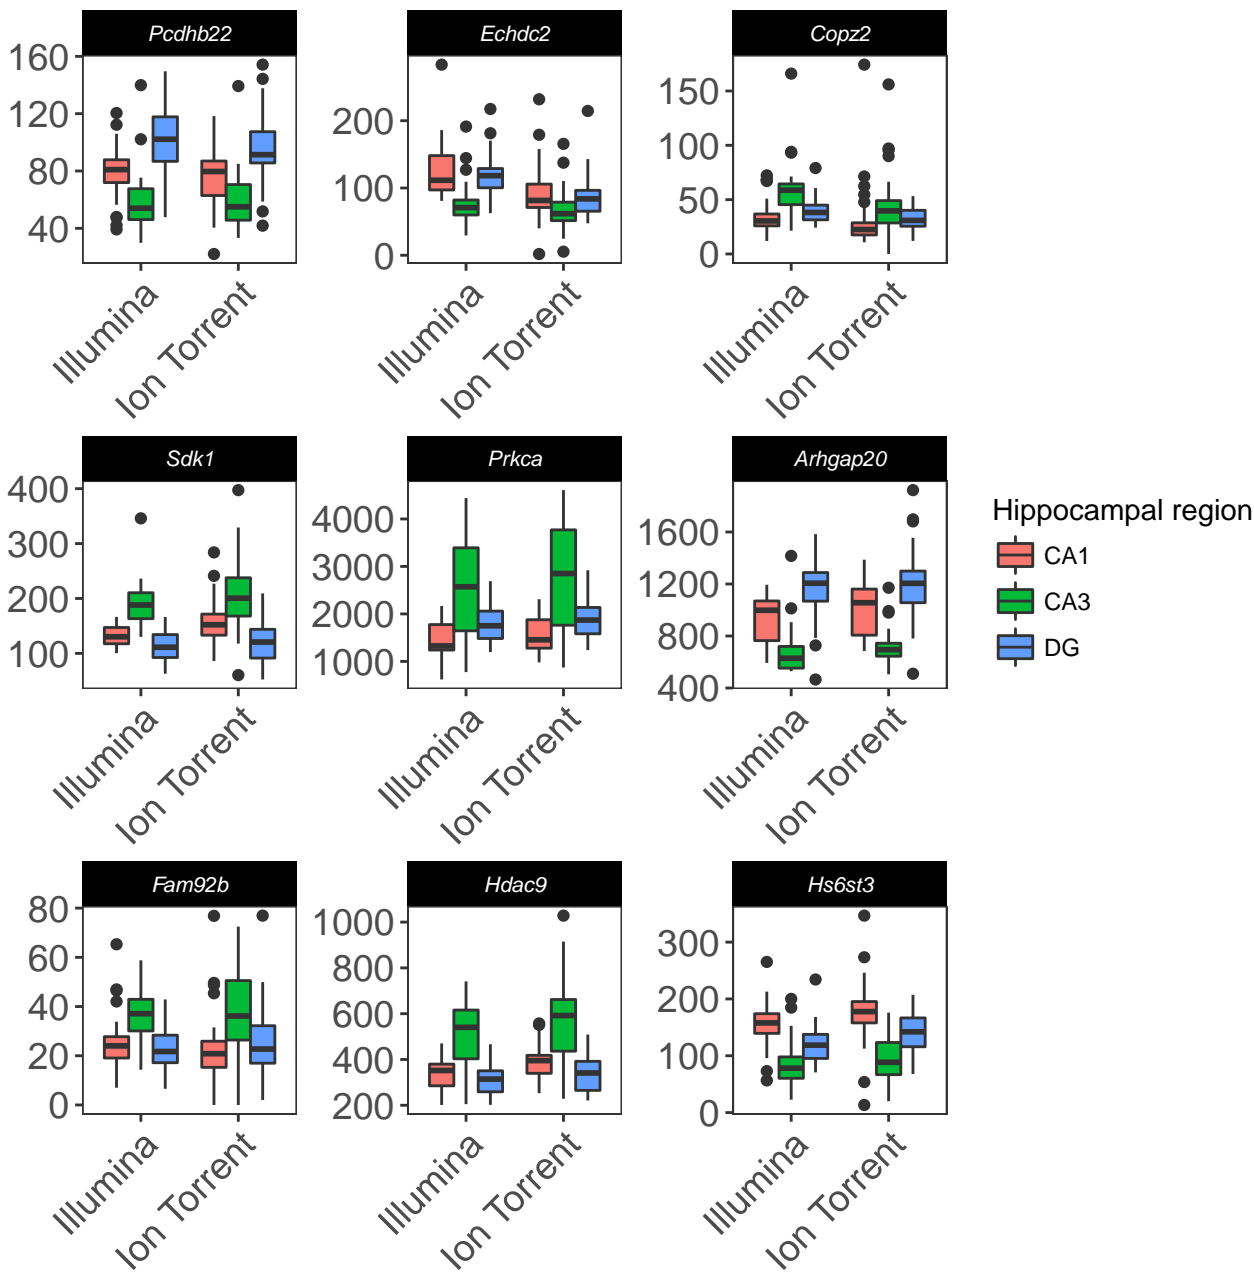

# Normalized counts

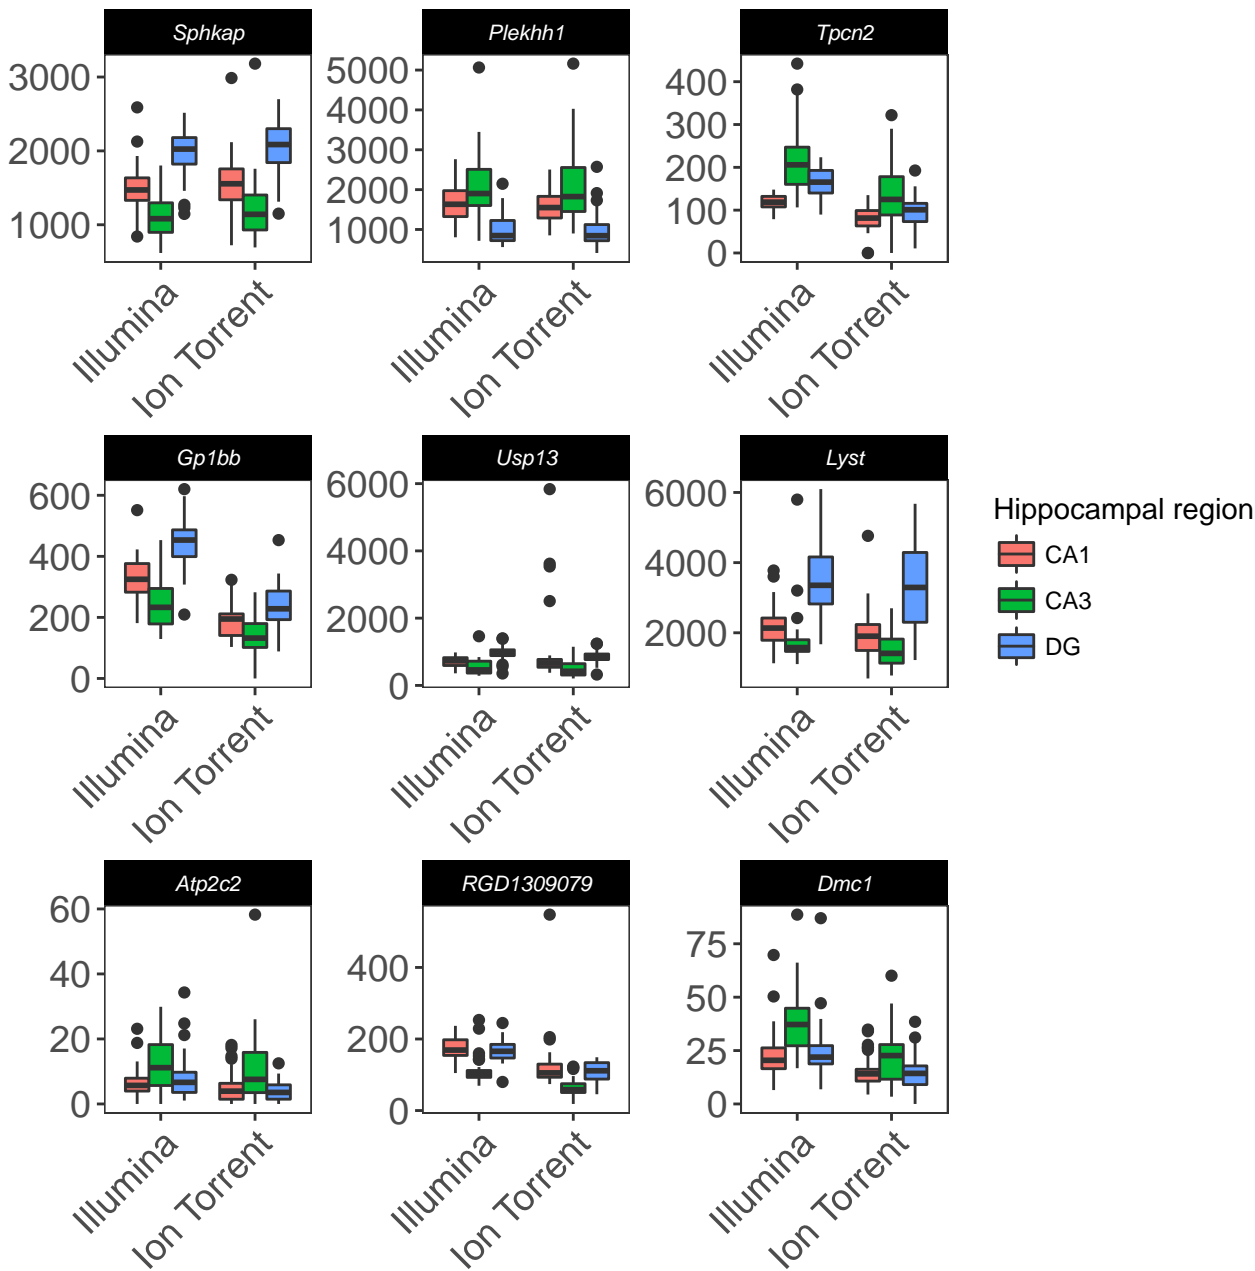

# Normalized counts

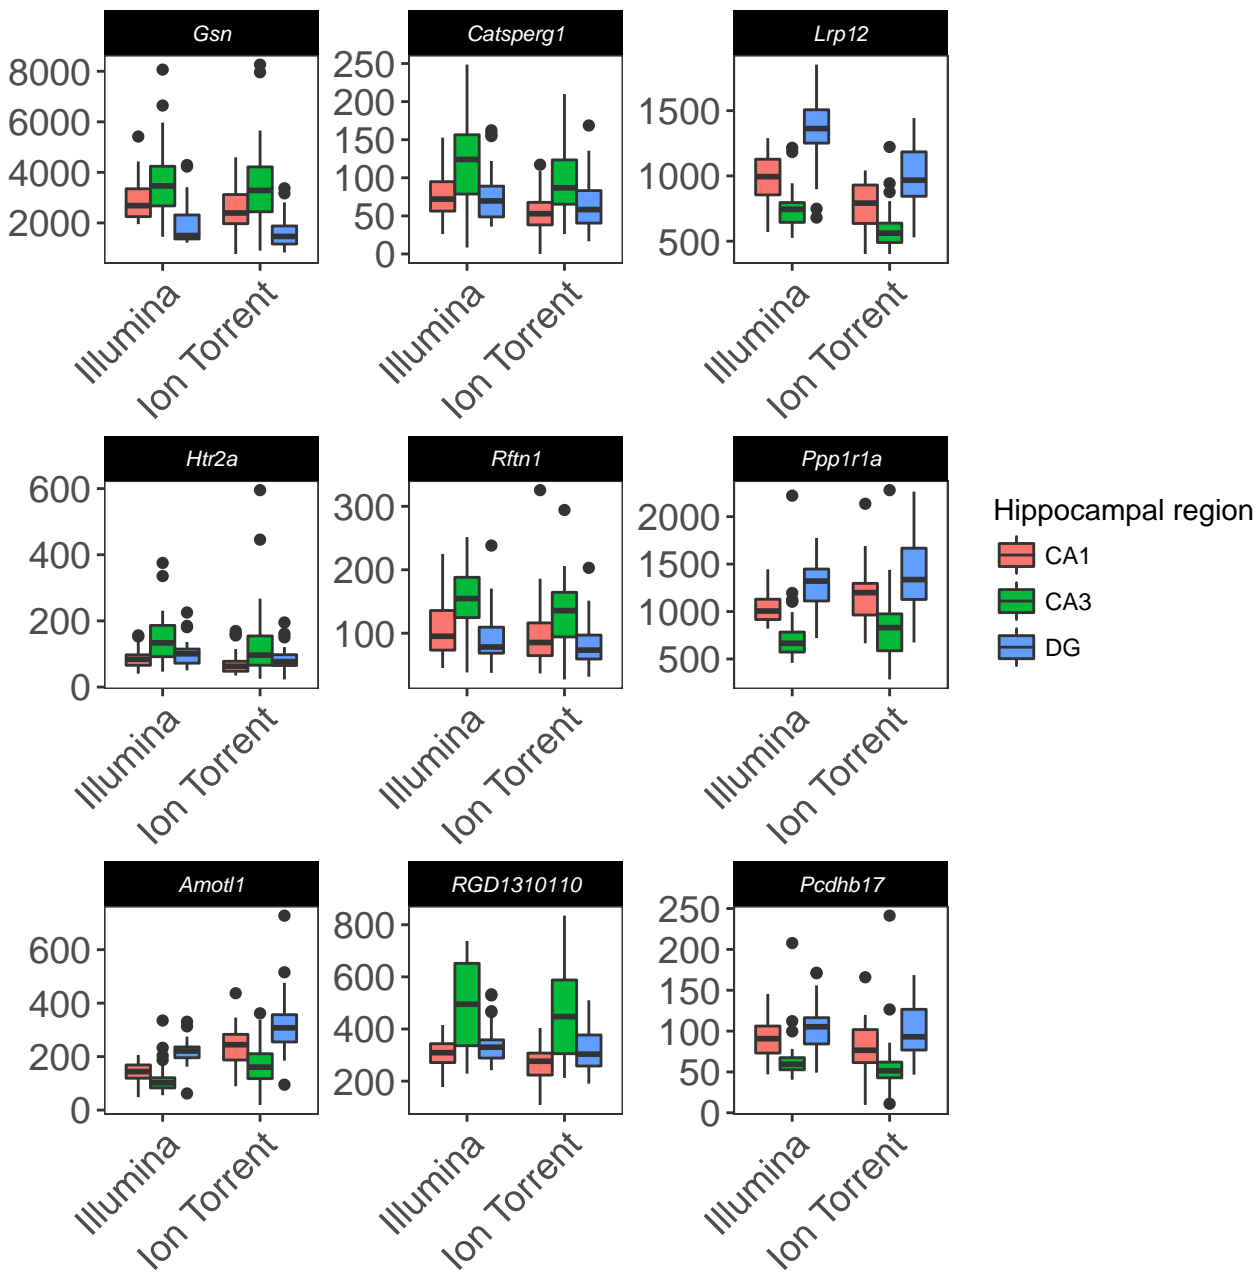

# Normalized counts

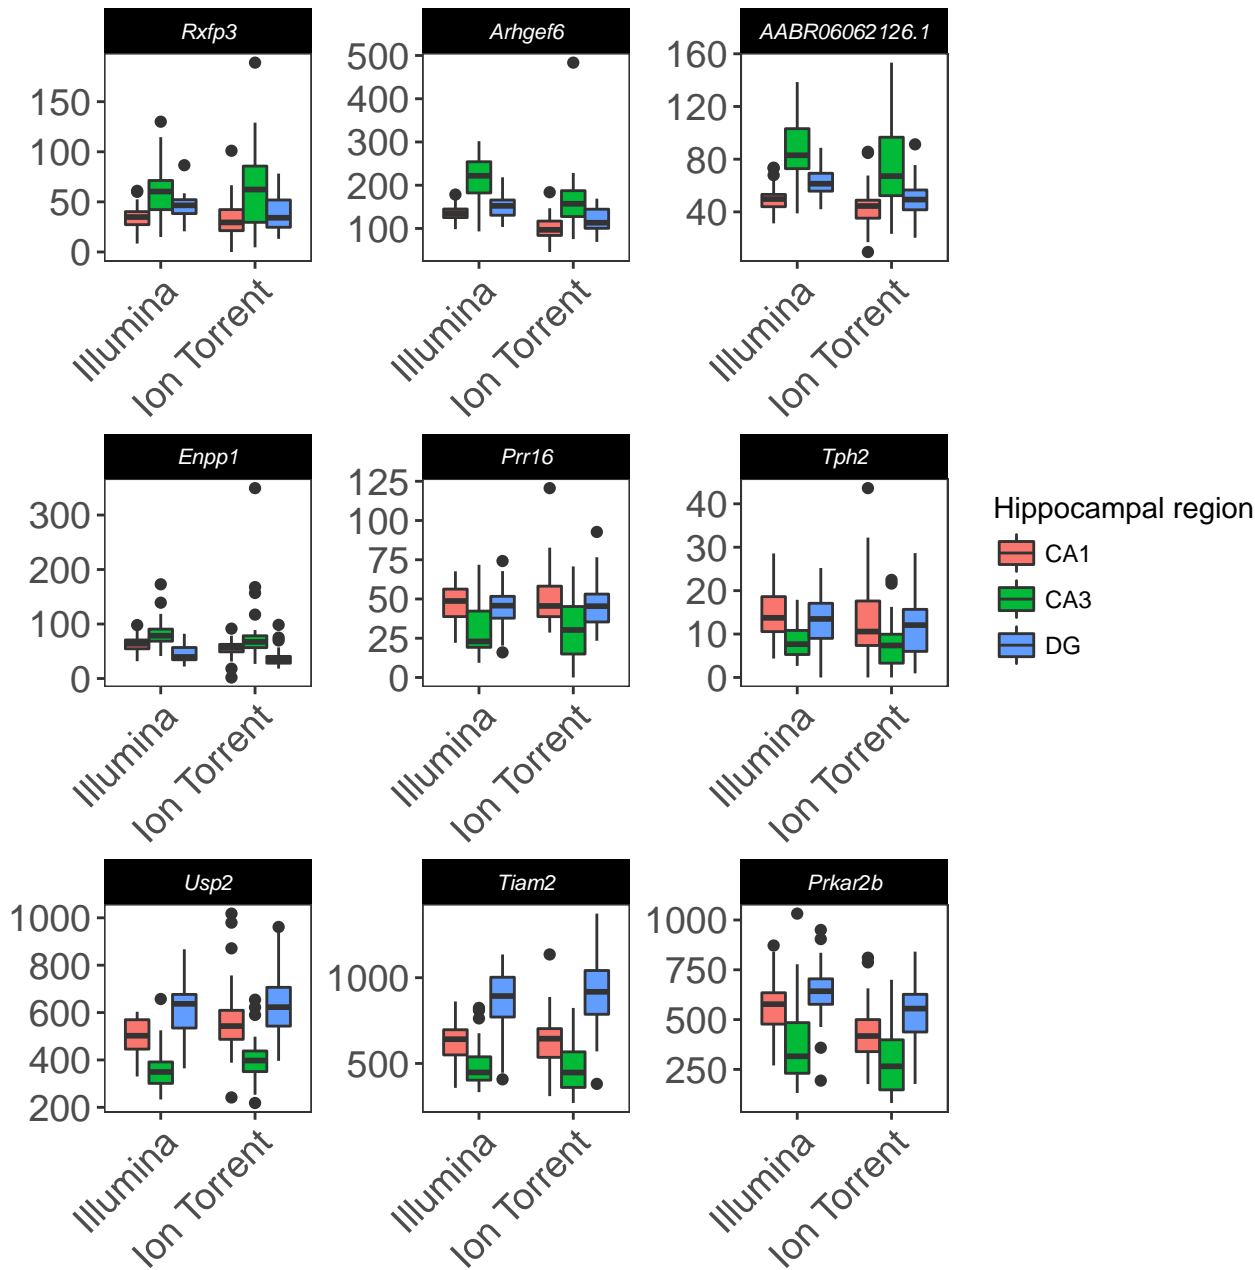

# Normalized counts

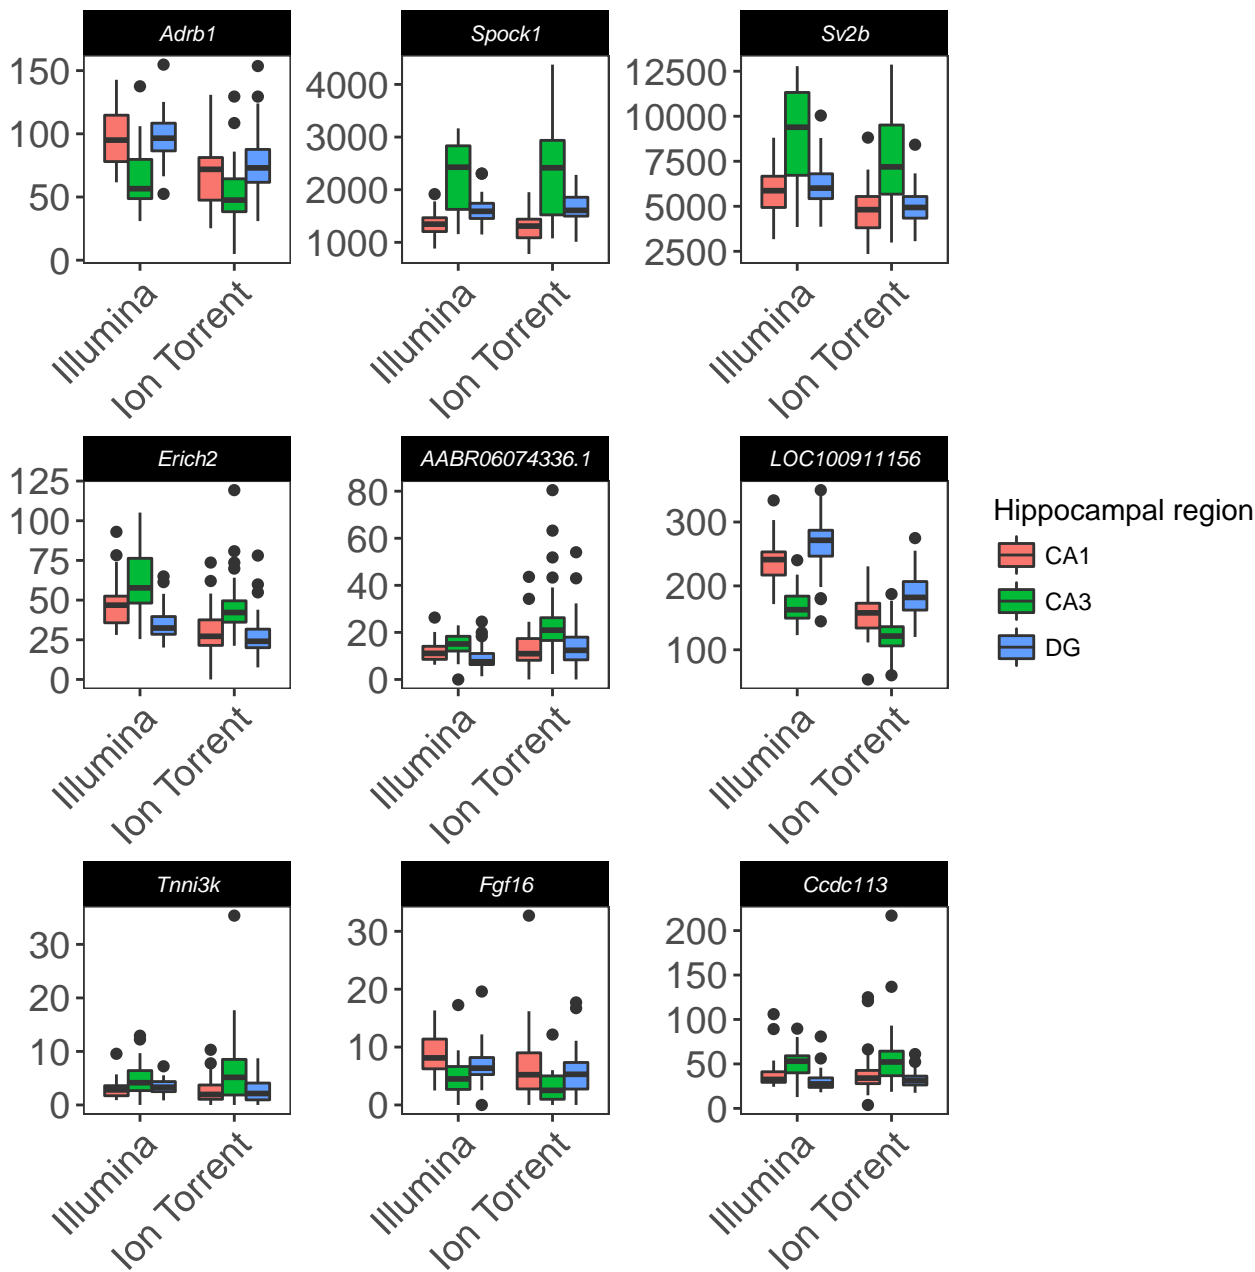

# Normalized counts

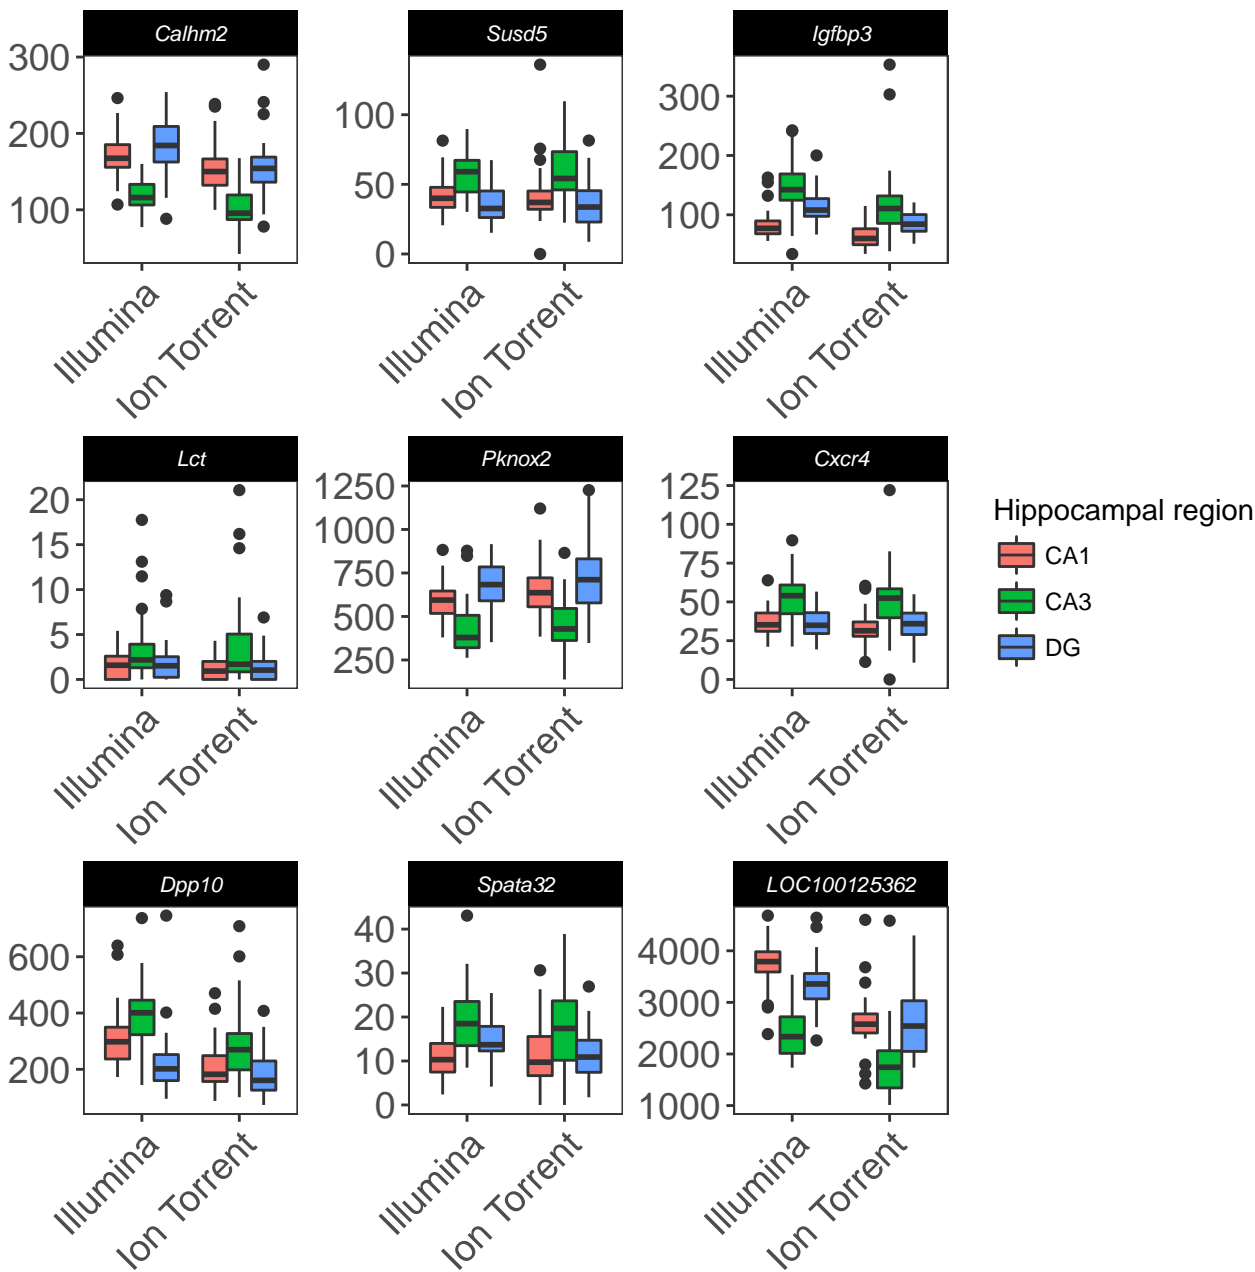

# Normalized counts

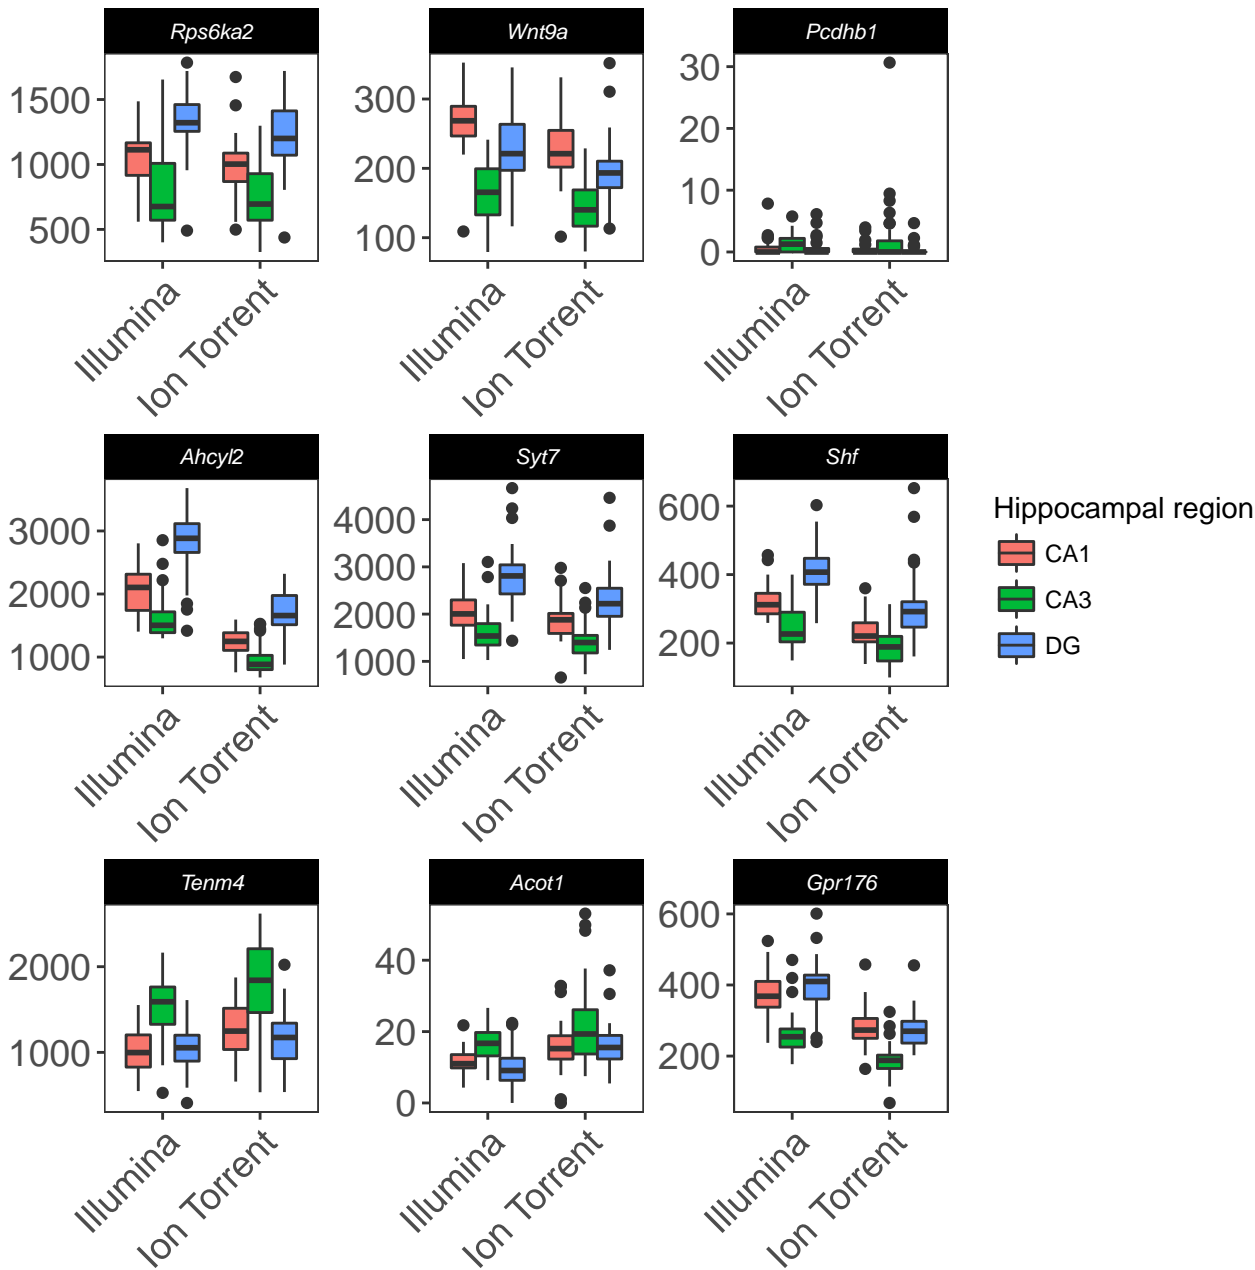

# Normalized counts

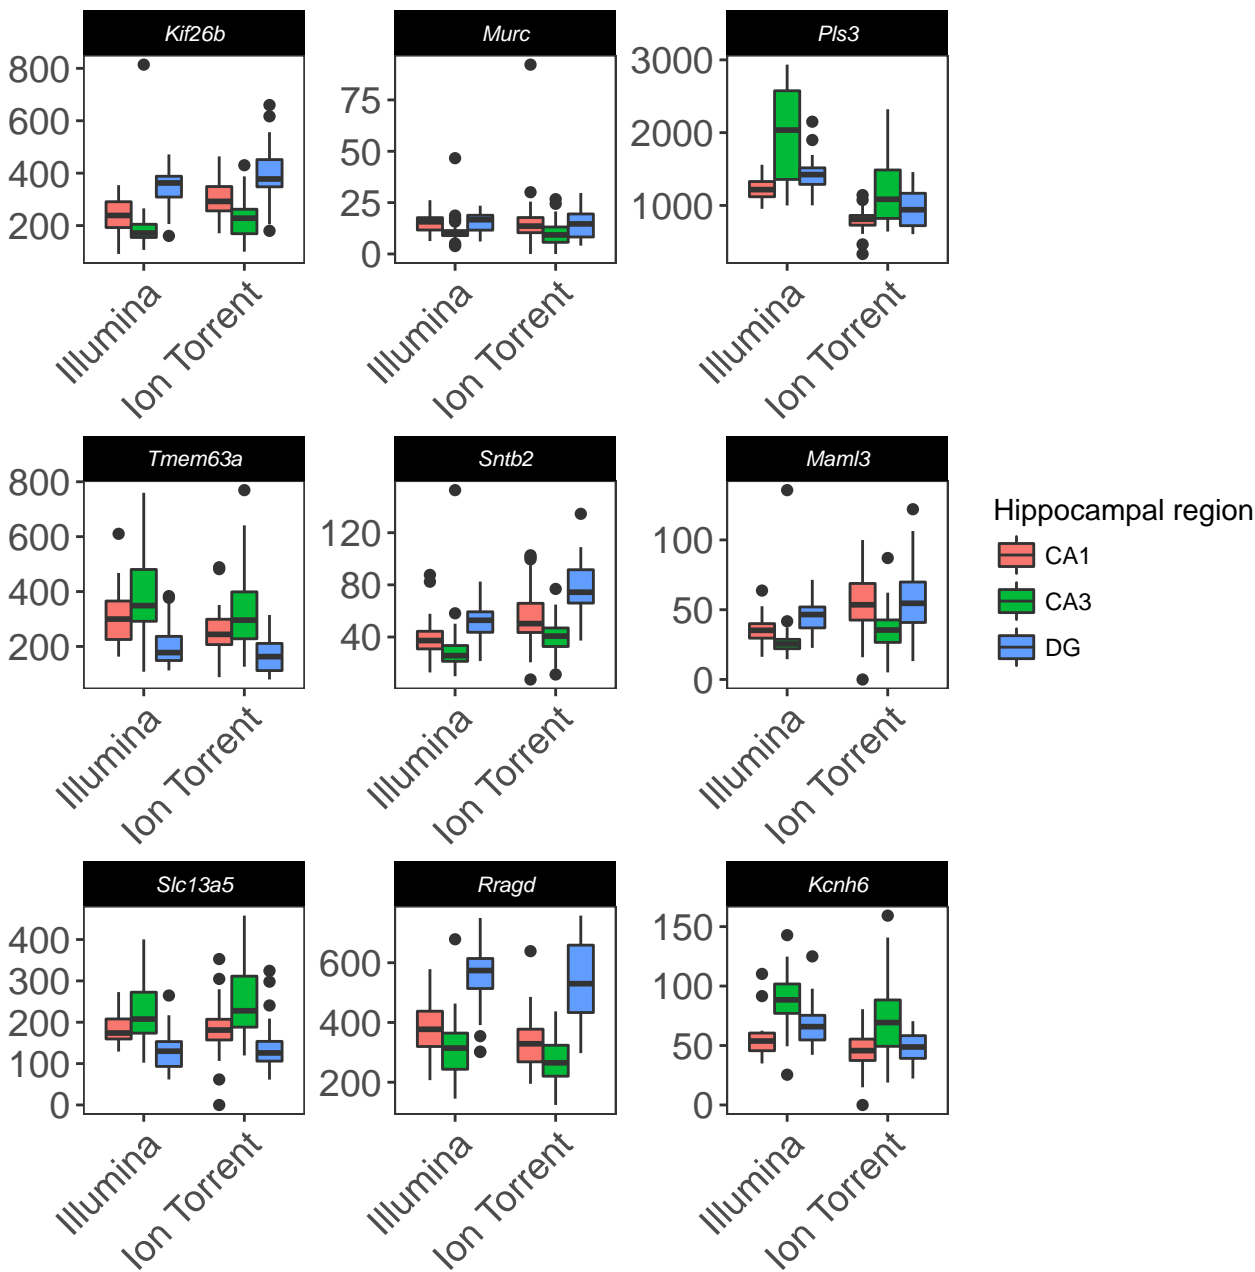

# Normalized counts

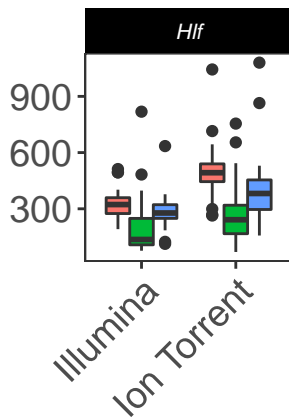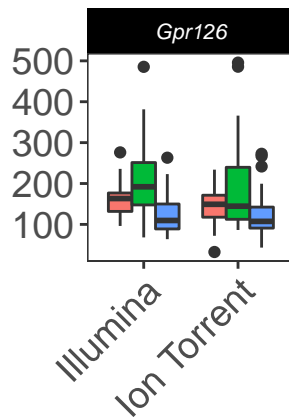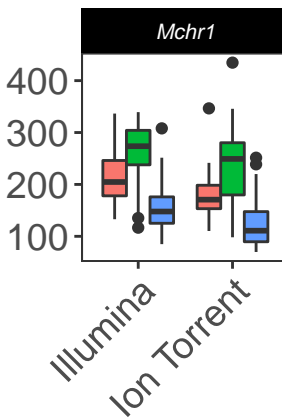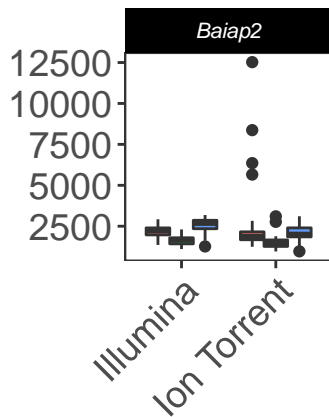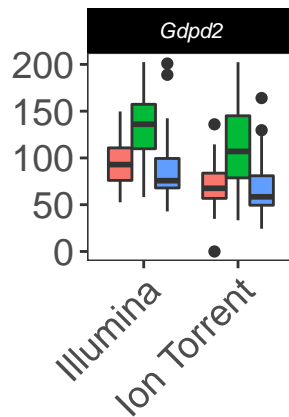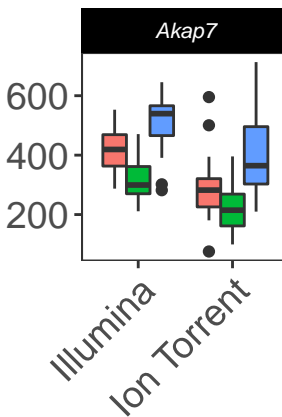

Hippocampal region

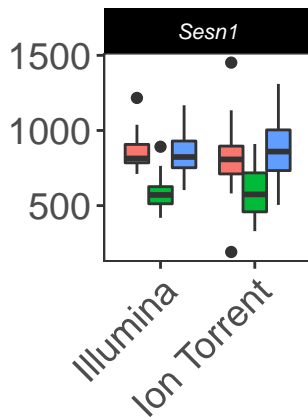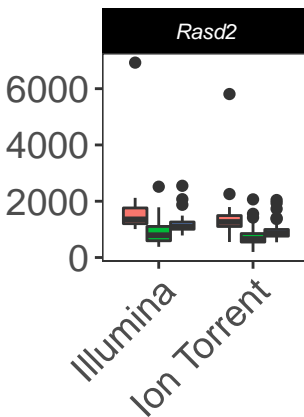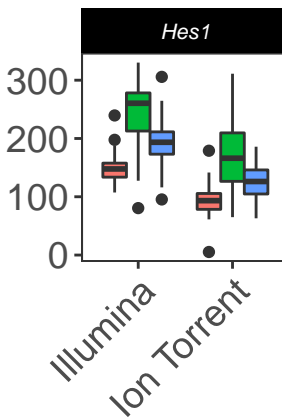

# Normalized counts

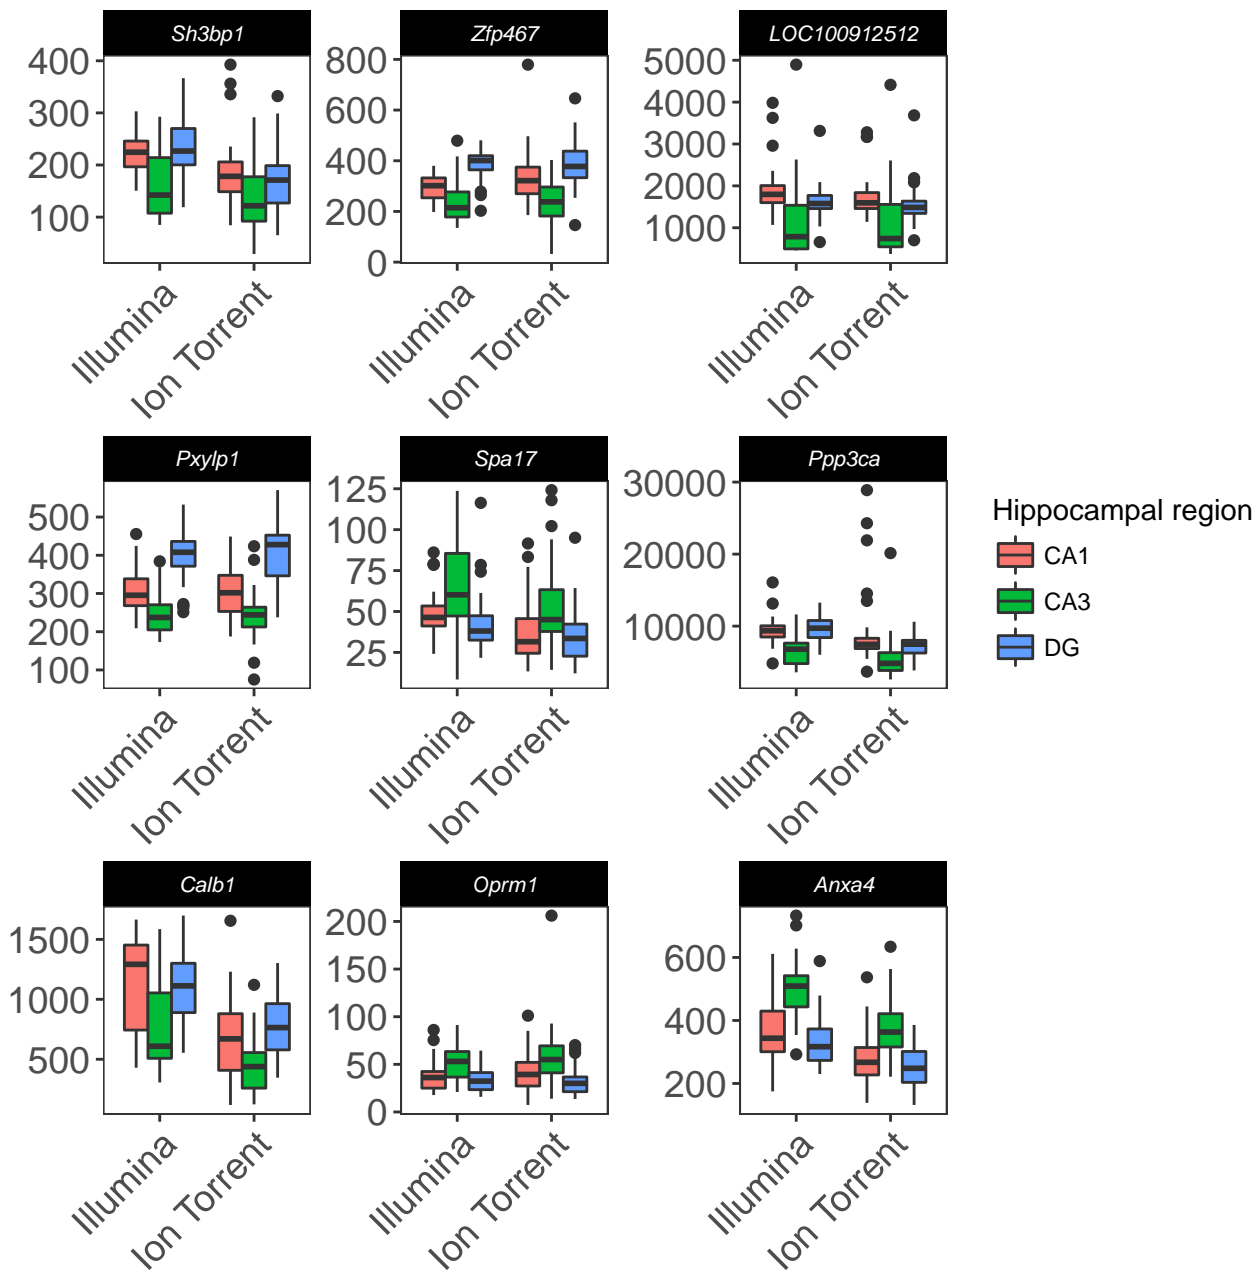

# Normalized counts

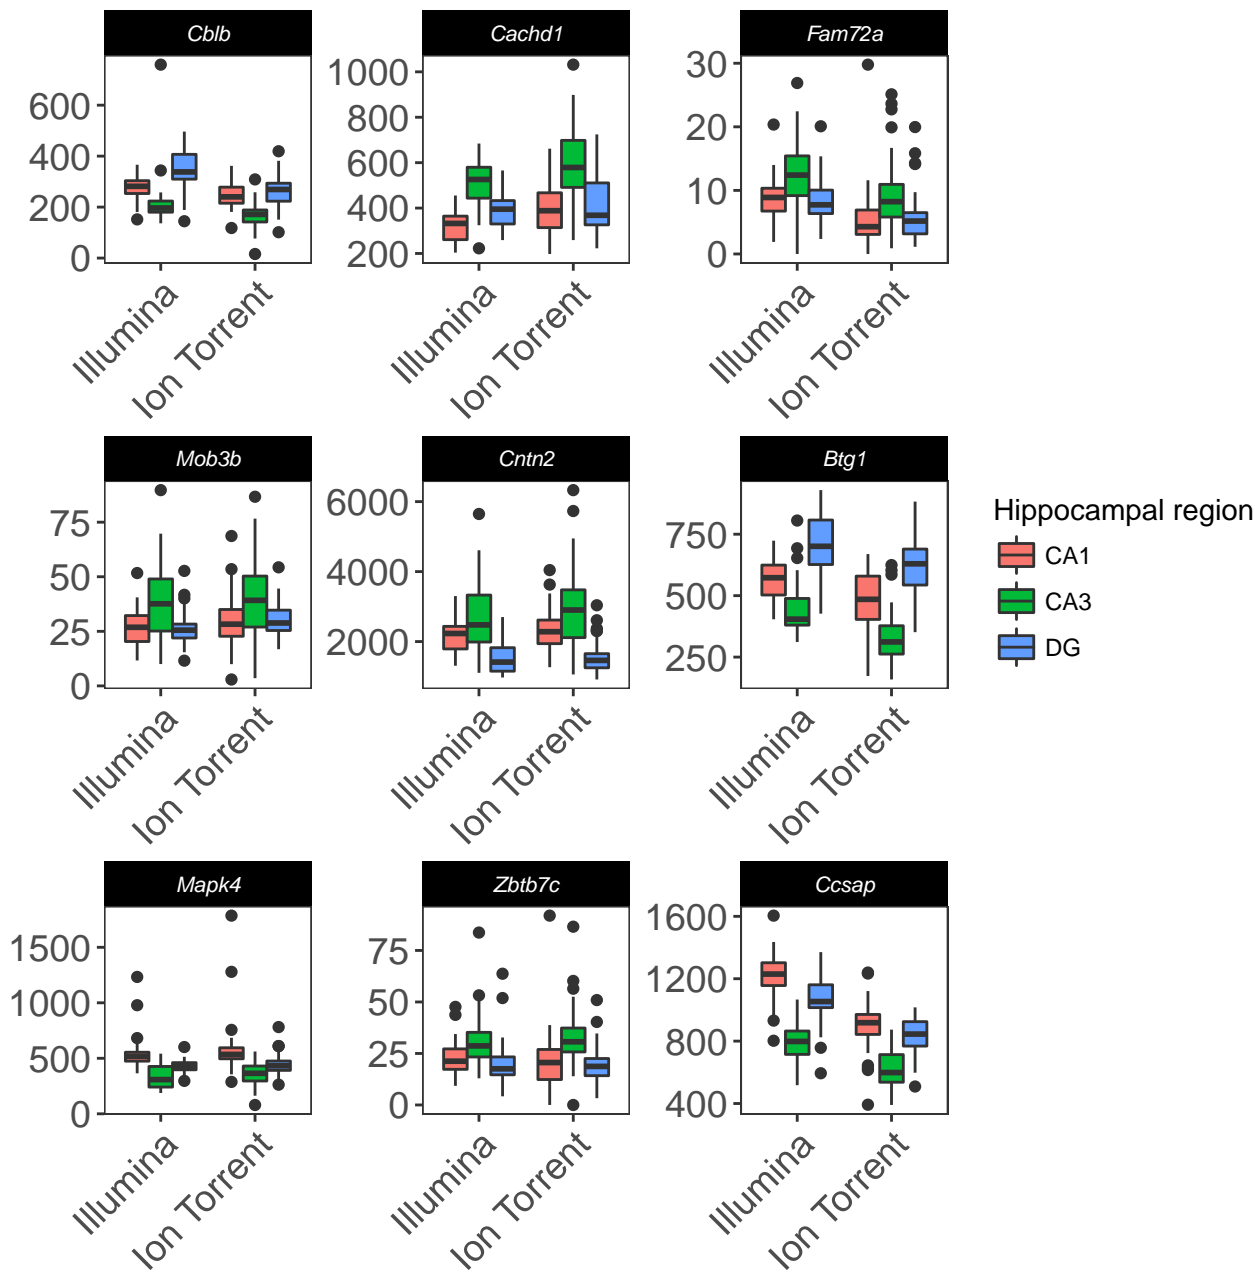

# Normalized counts

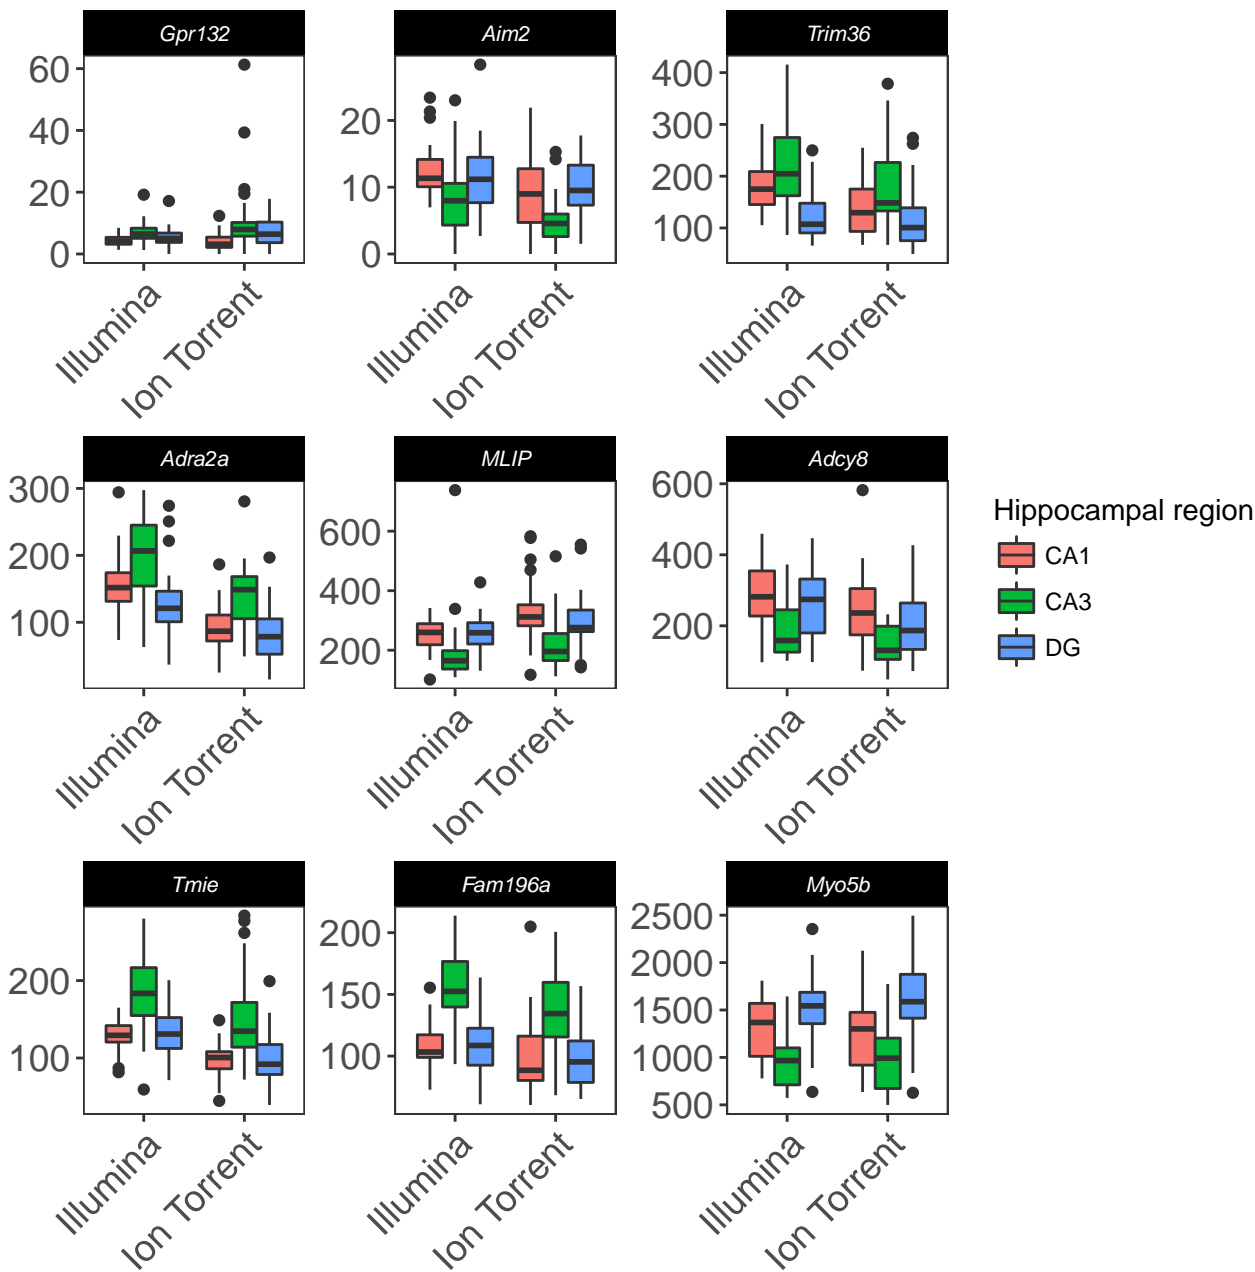

# Normalized counts

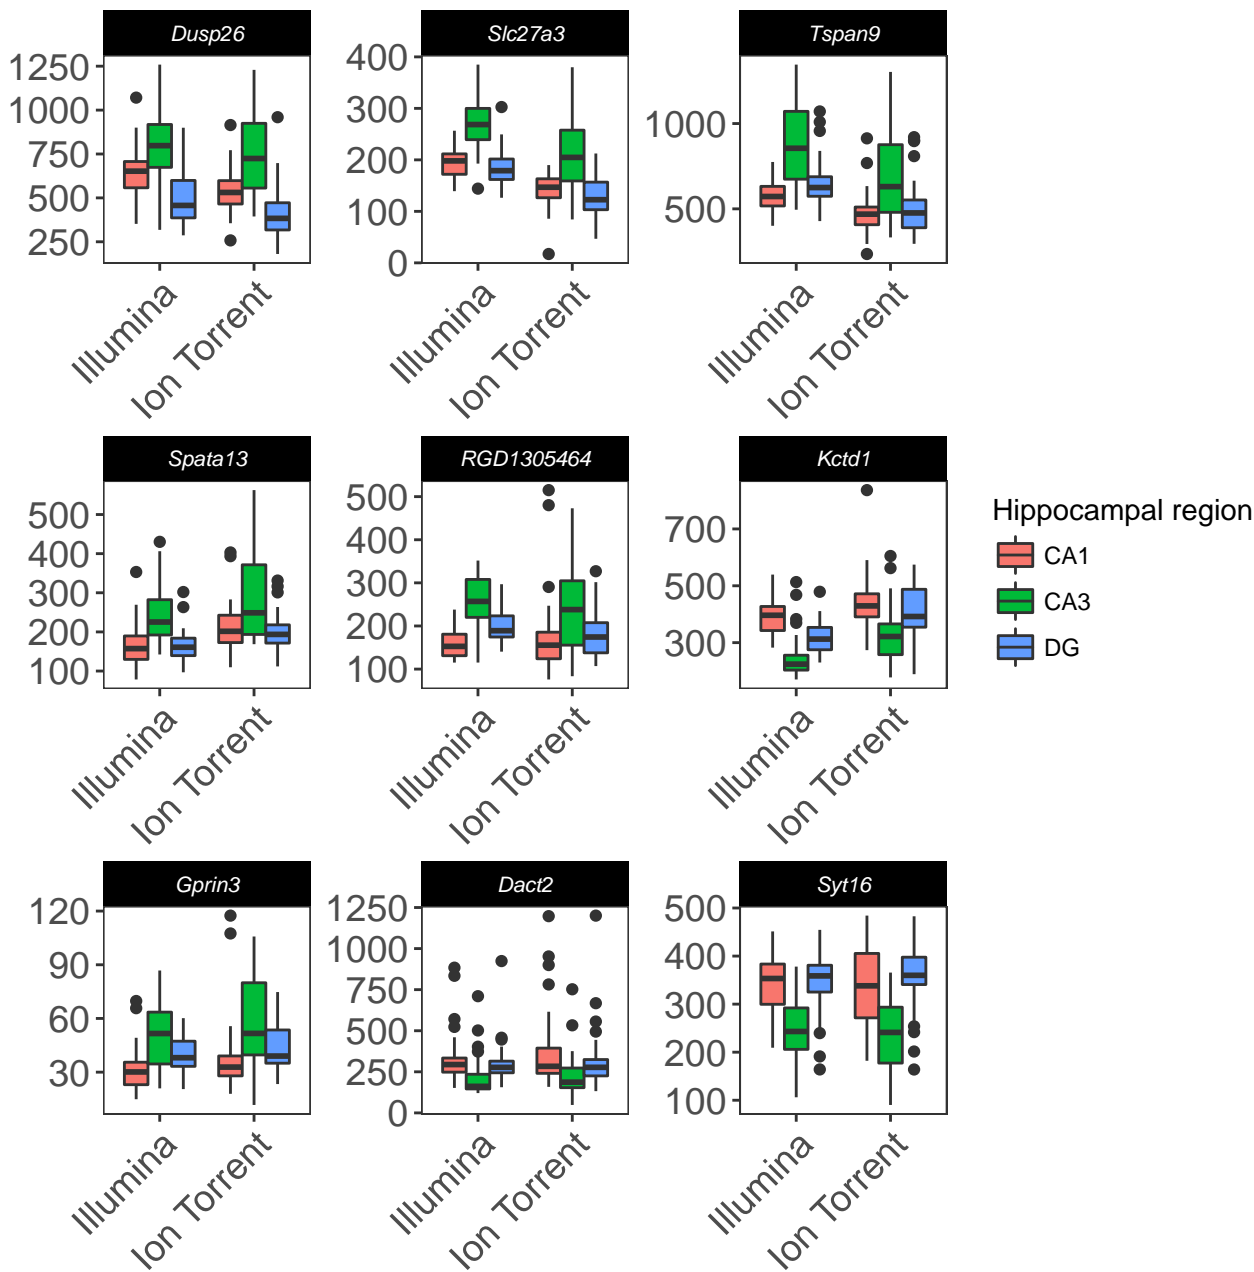

# Normalized counts

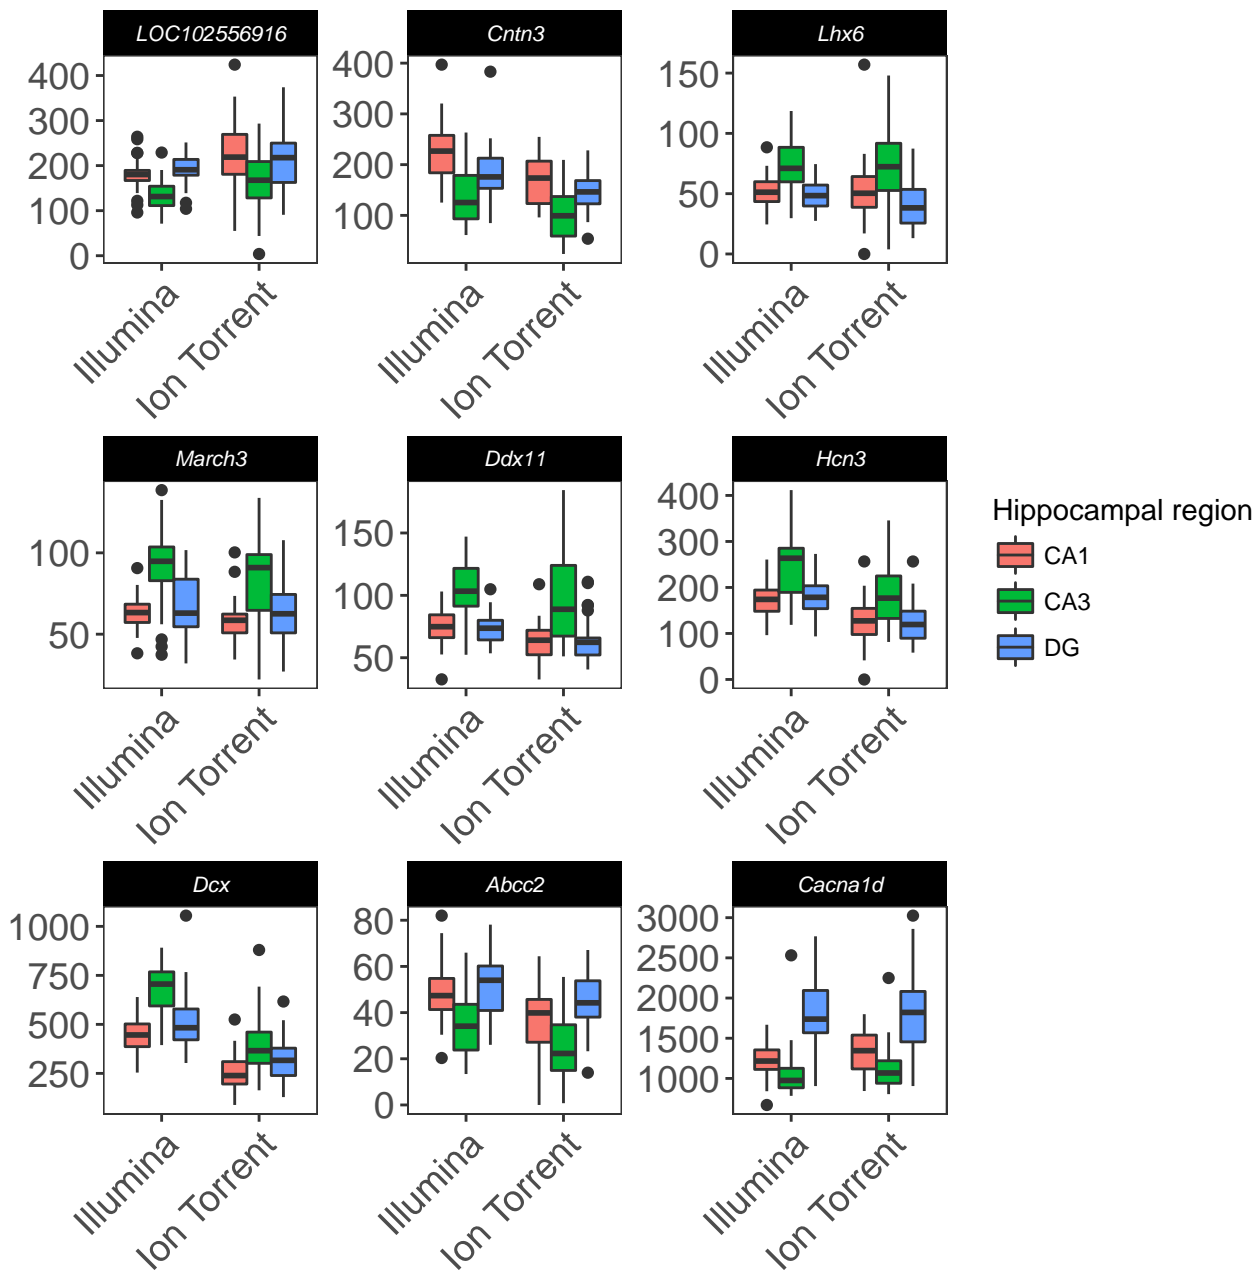

# Normalized counts

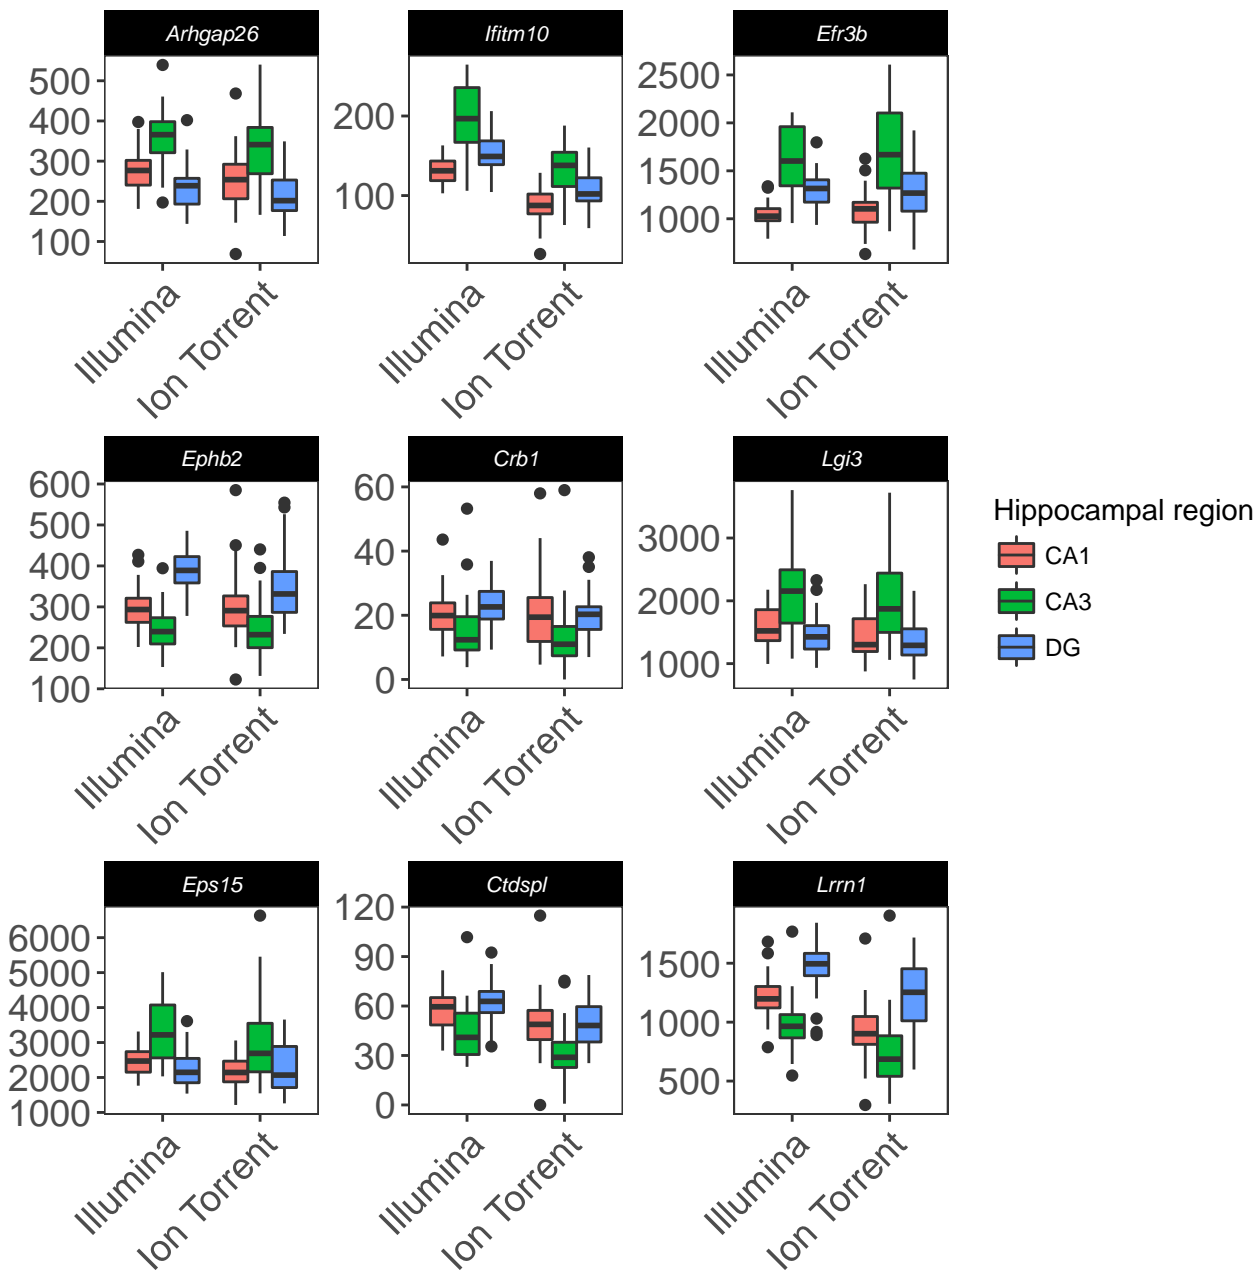

# Normalized counts

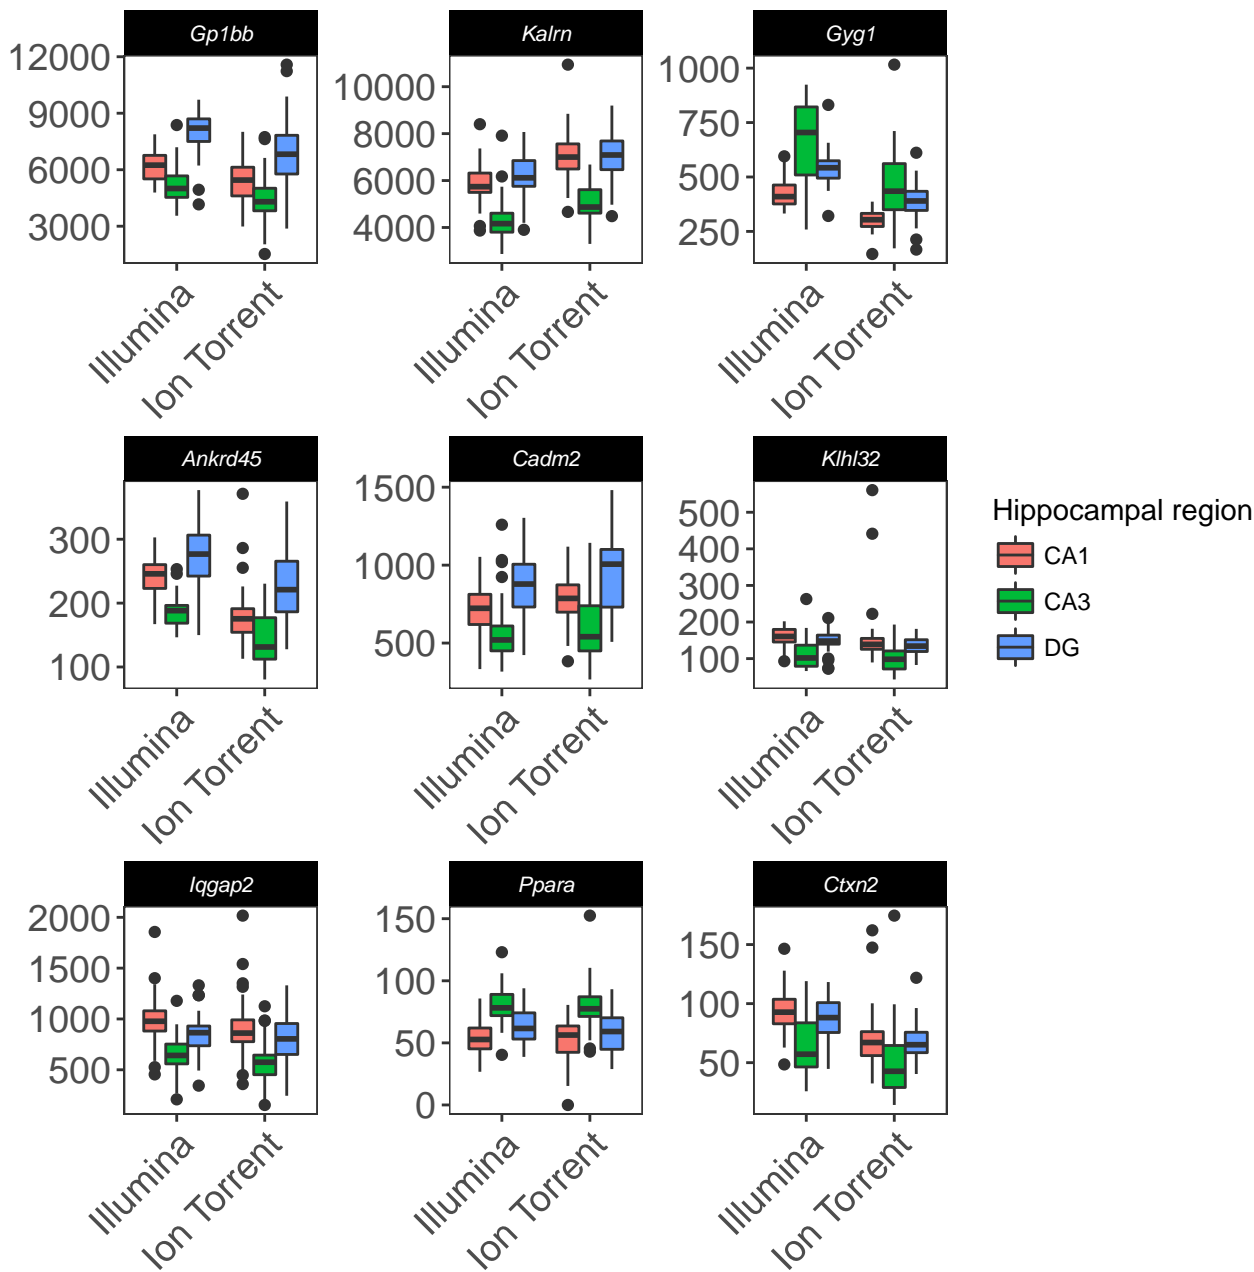

# Normalized counts

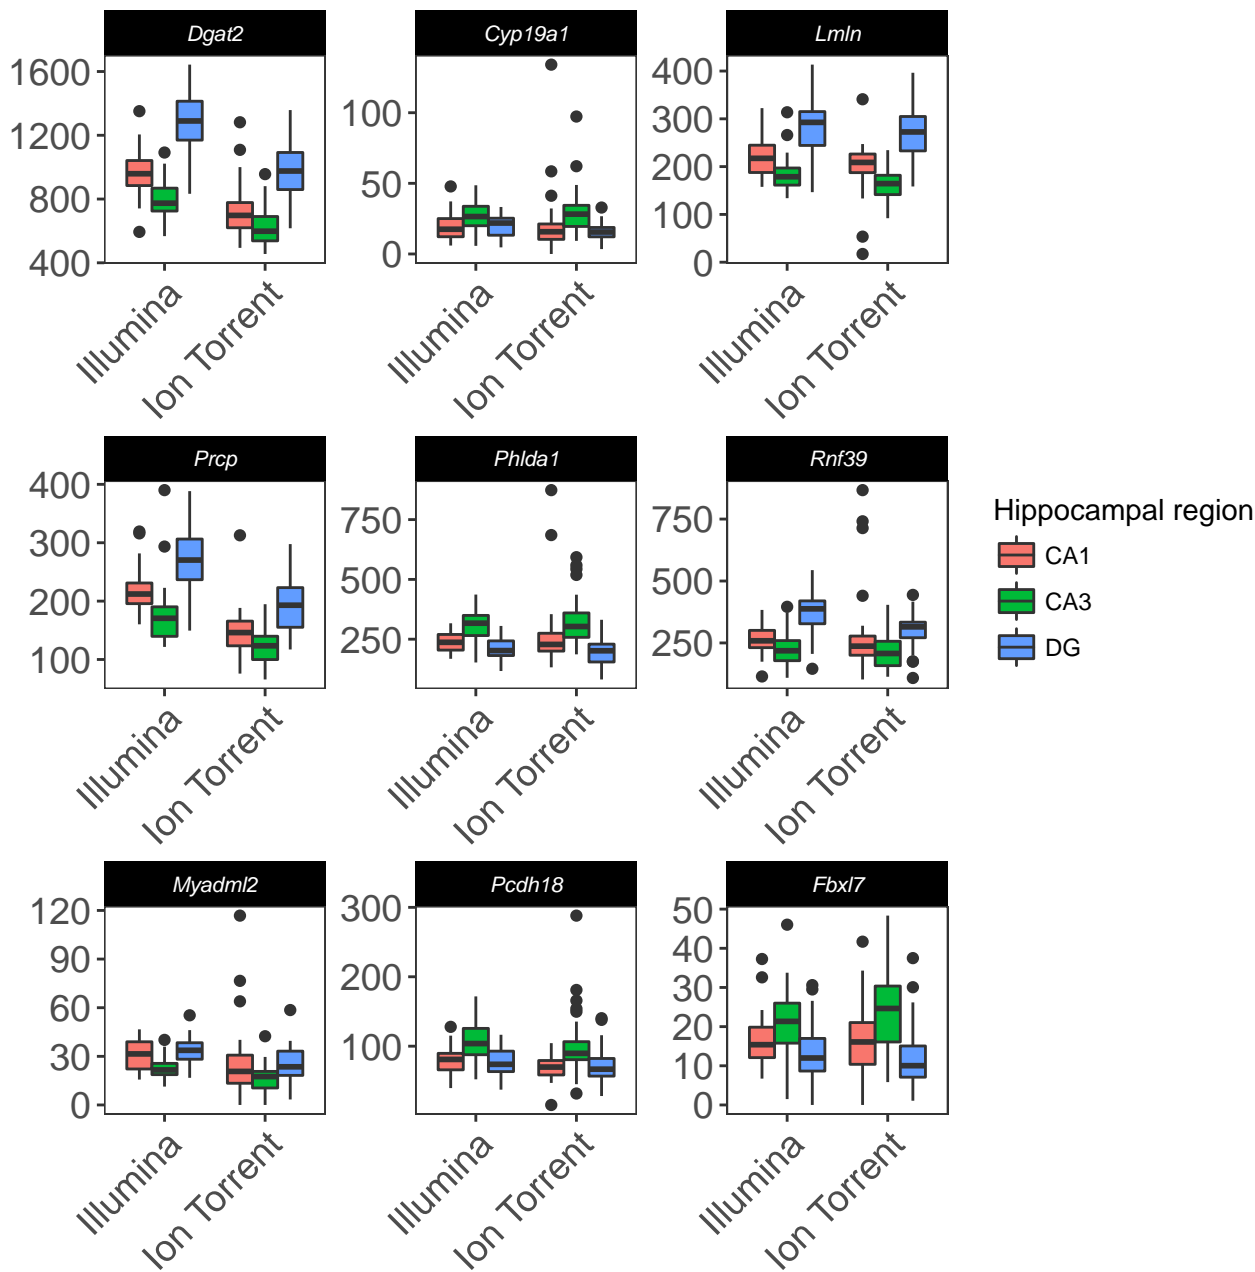

# Normalized counts

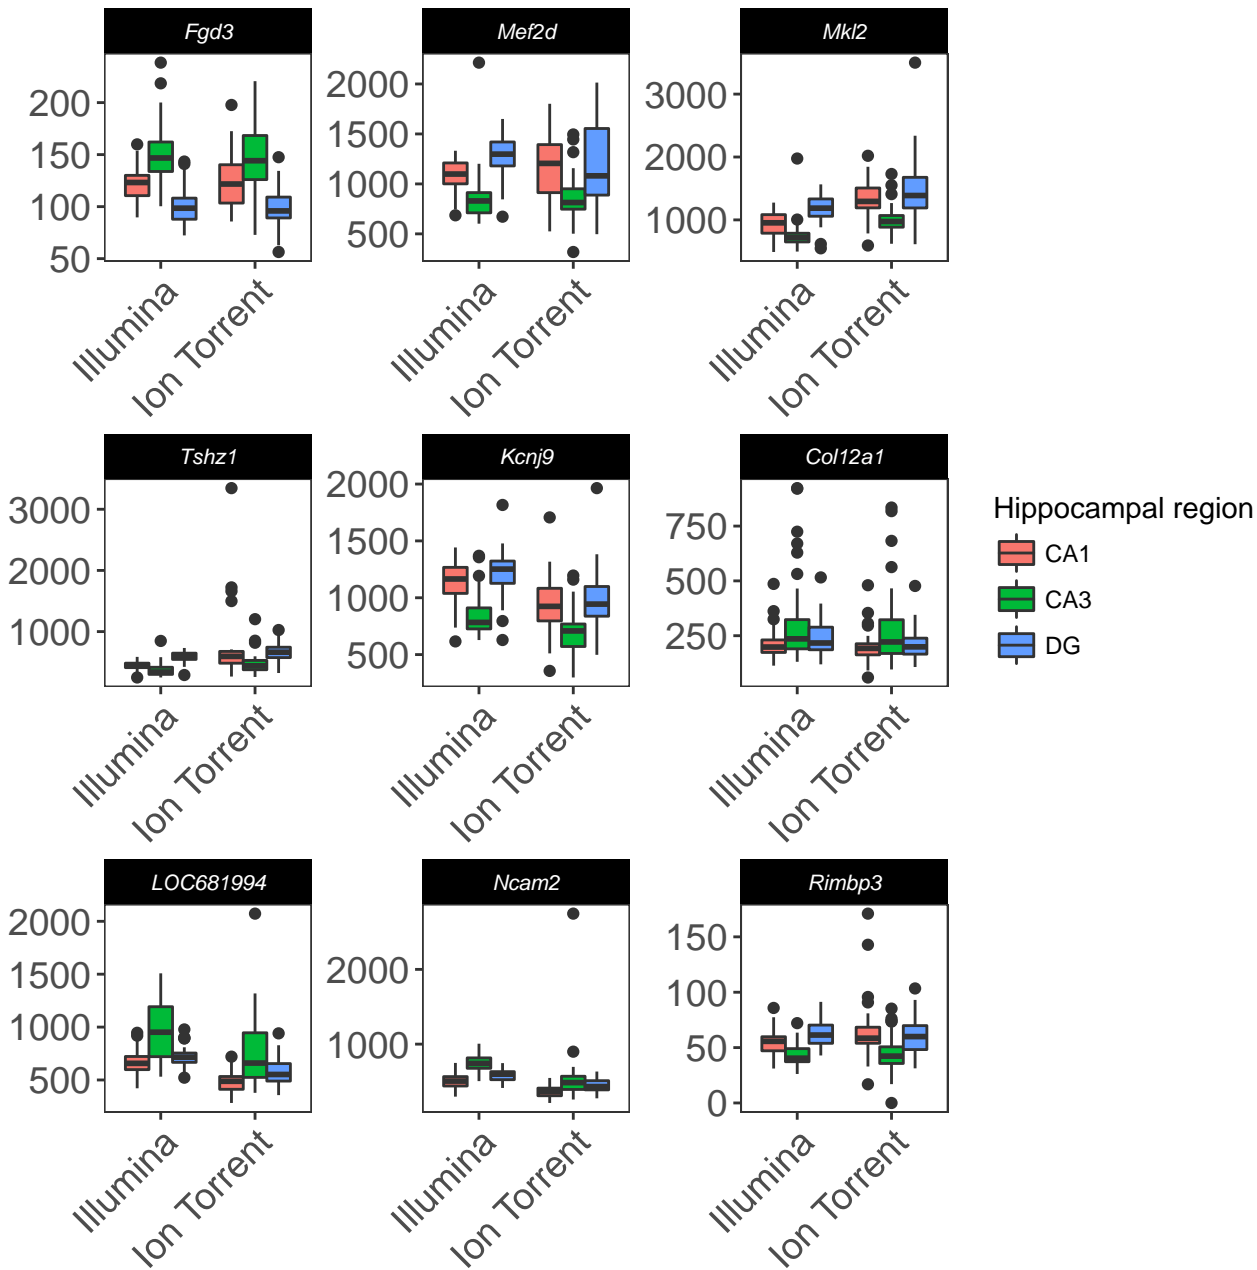

# Normalized counts

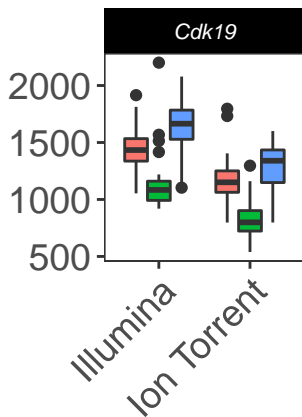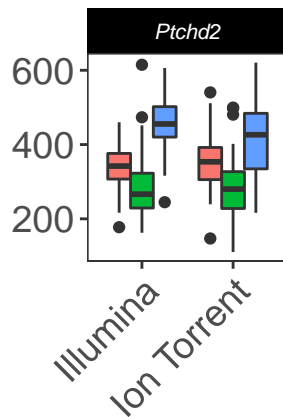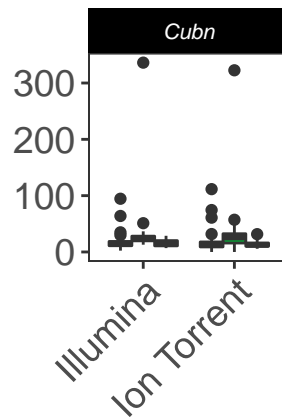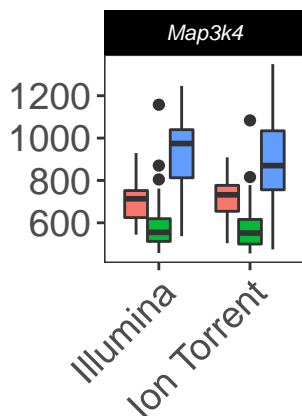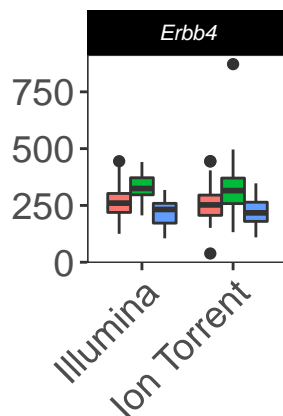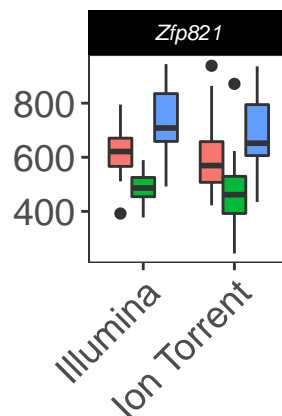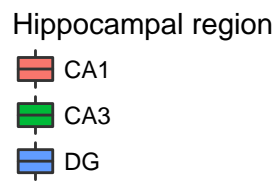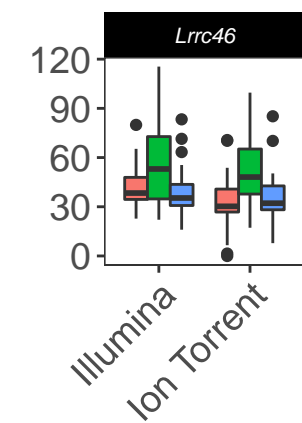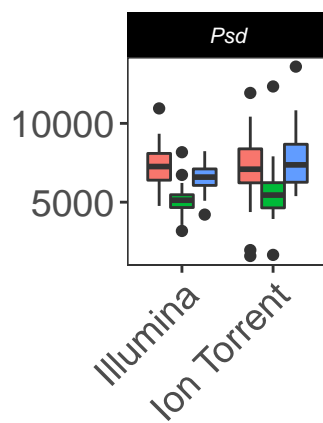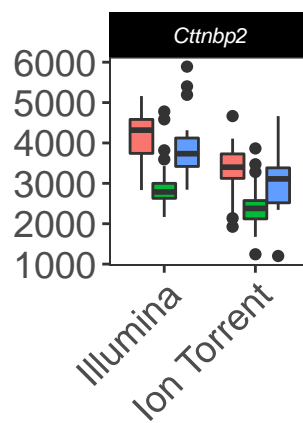

# Normalized counts

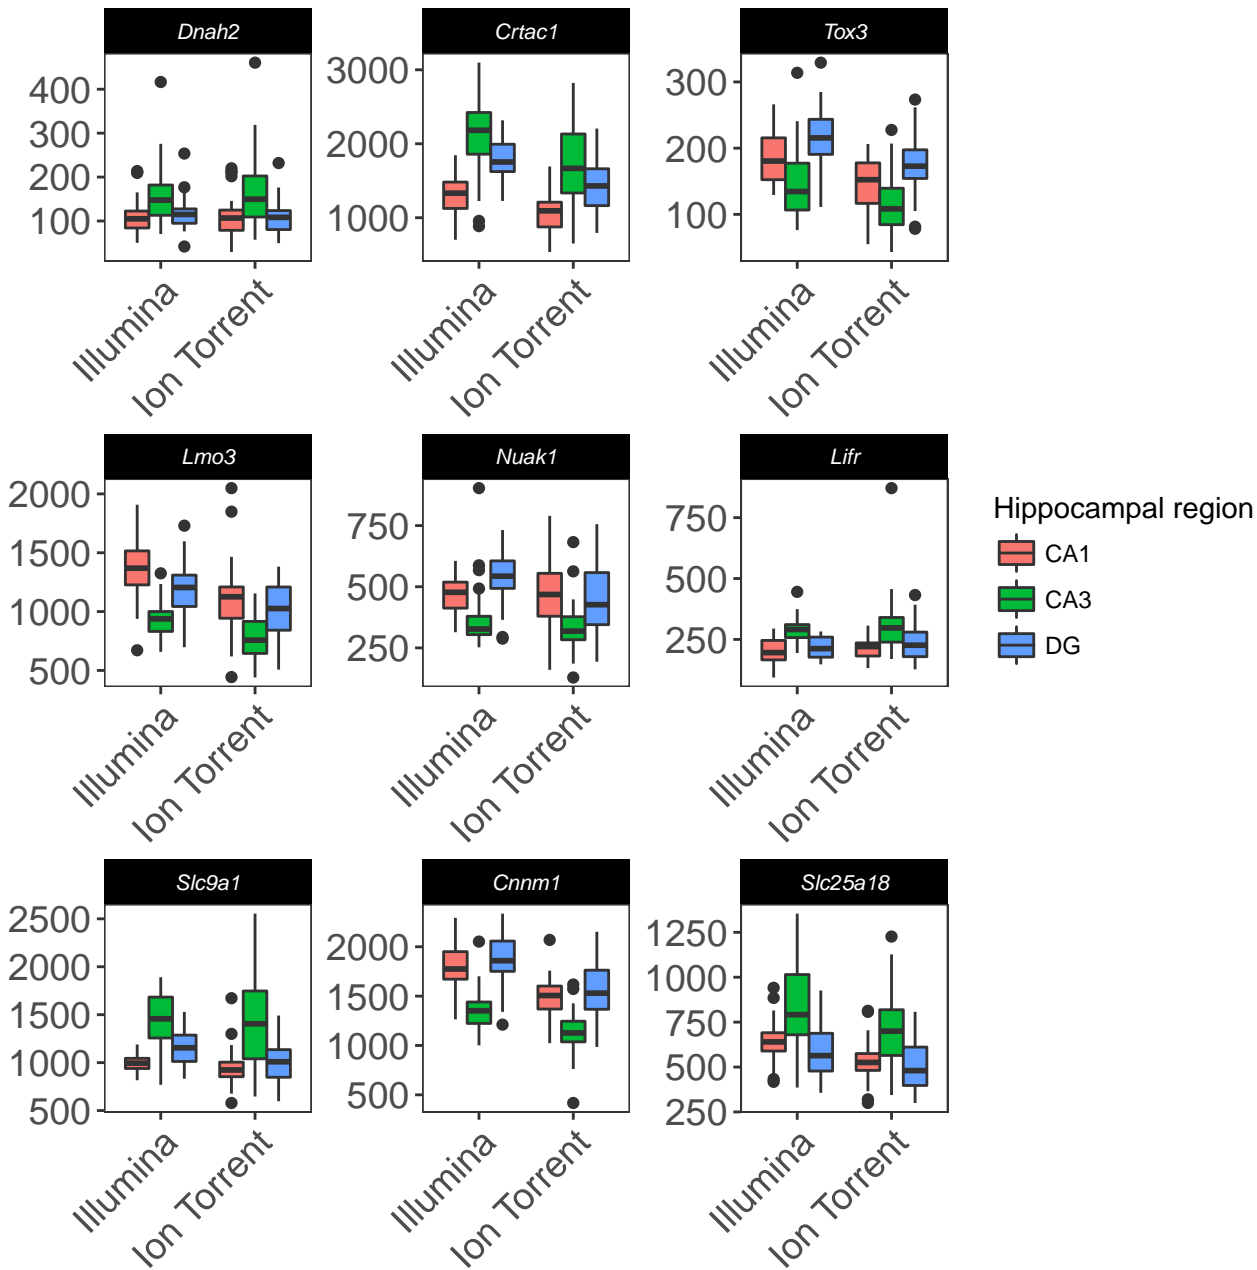

# Normalized counts

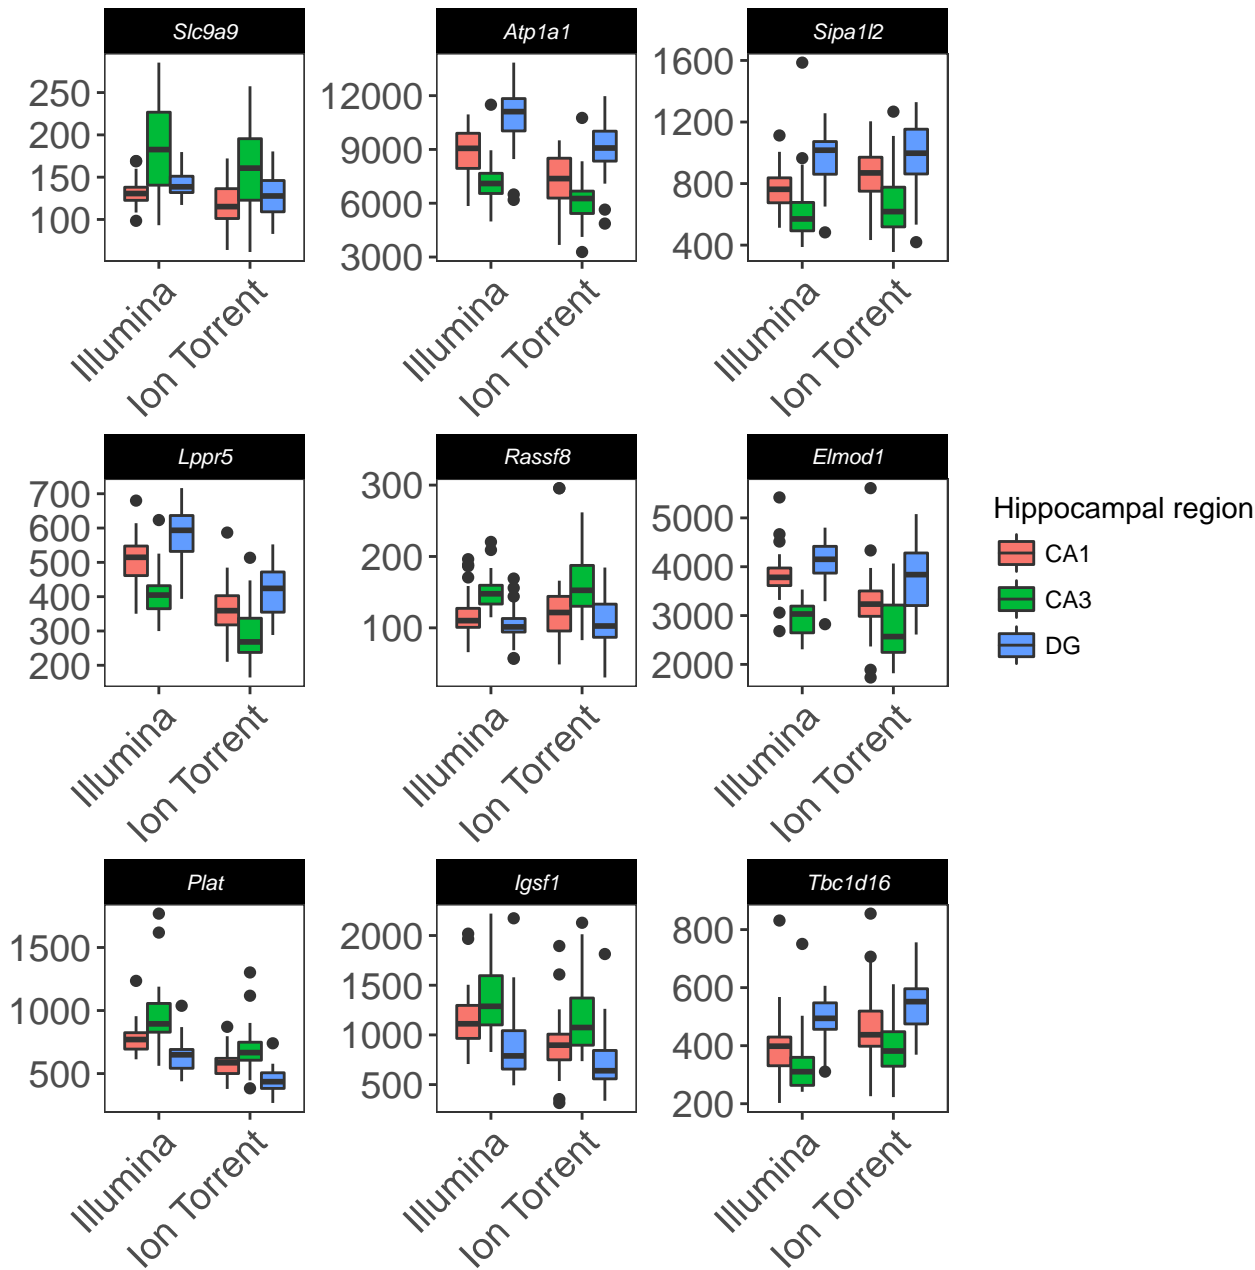

# Normalized counts

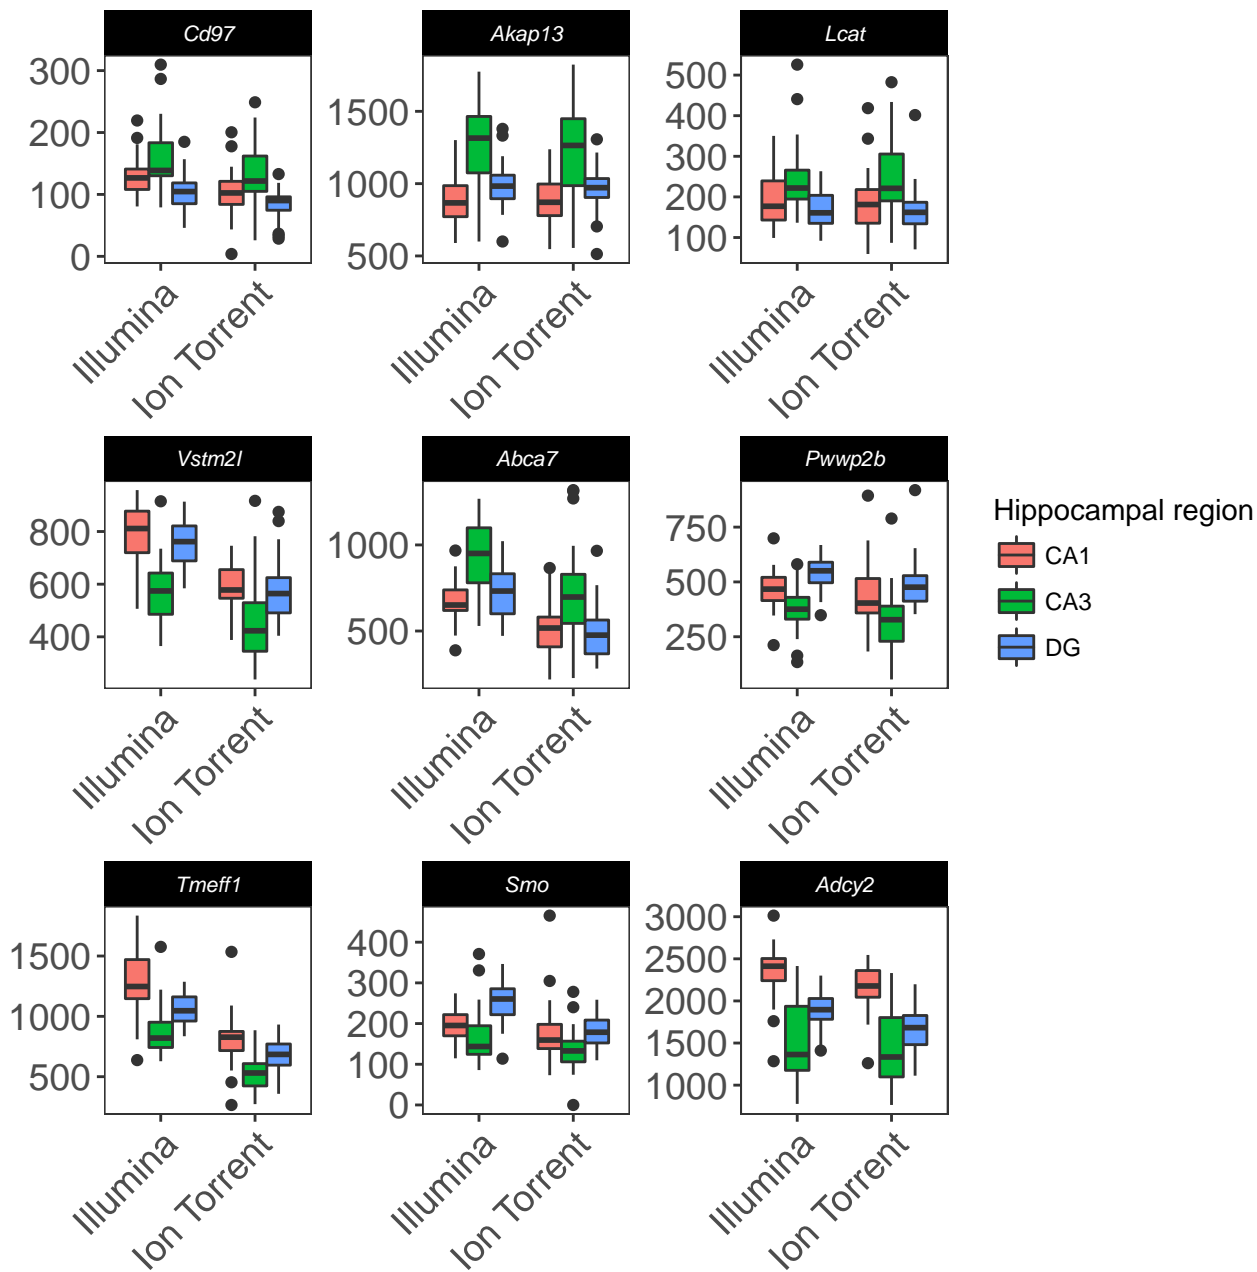

# Normalized counts

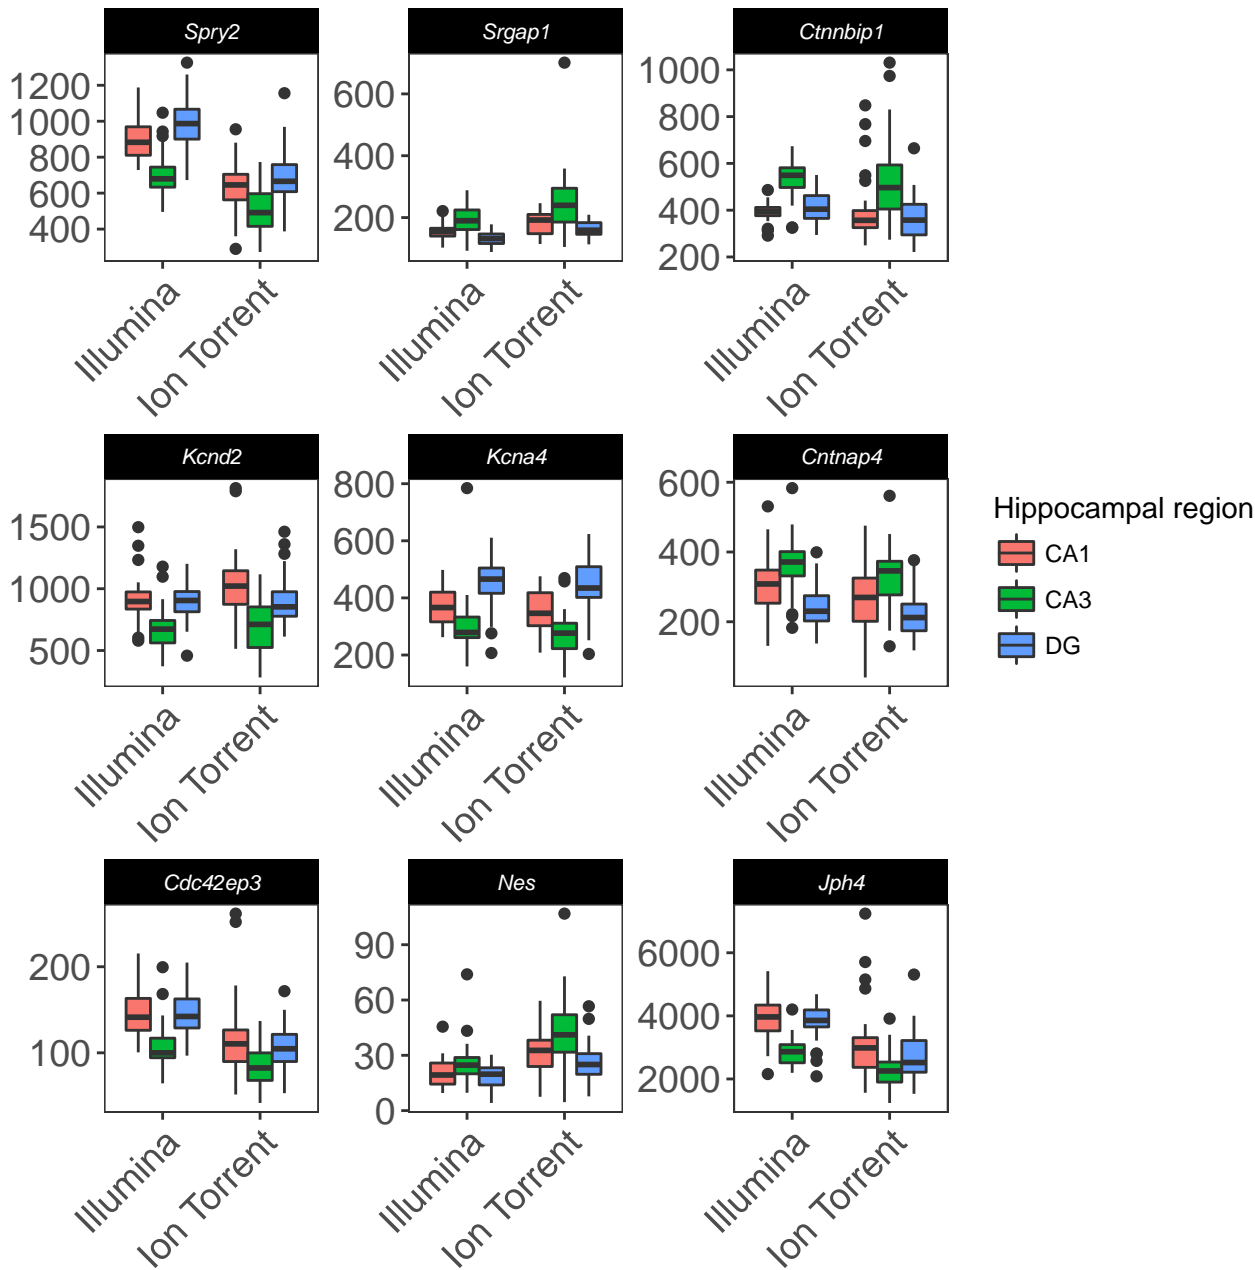

# Normalized counts

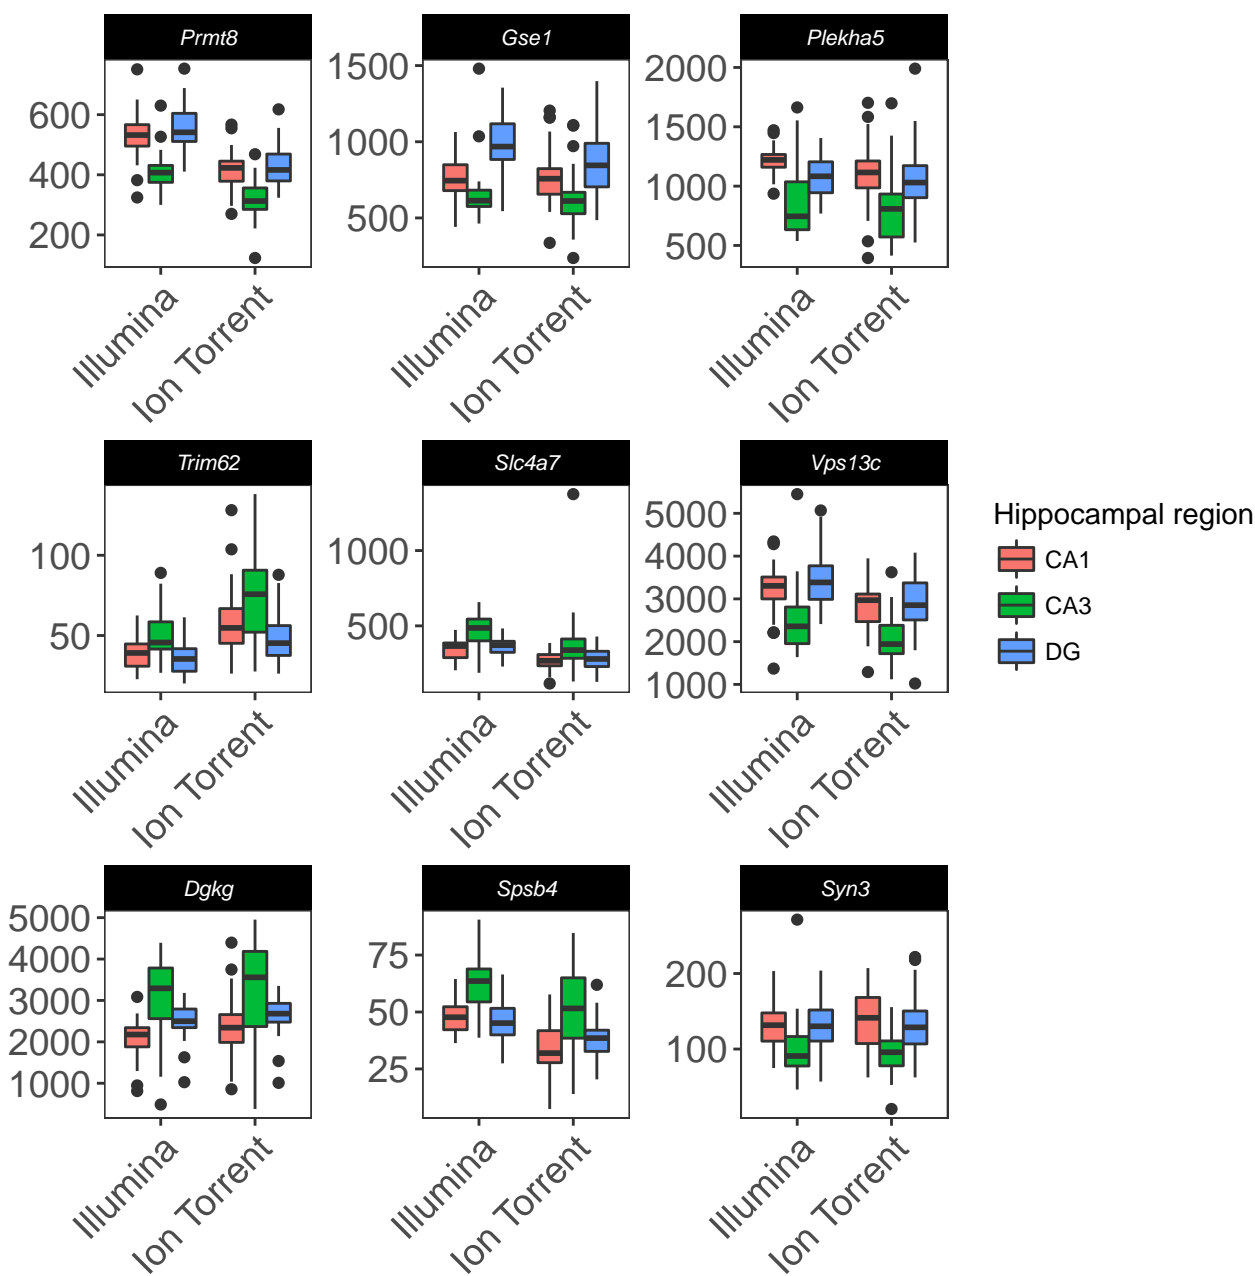

# Normalized counts

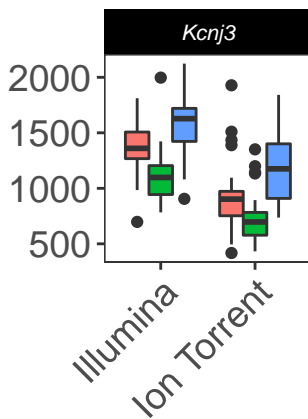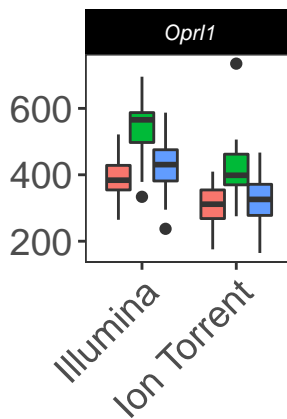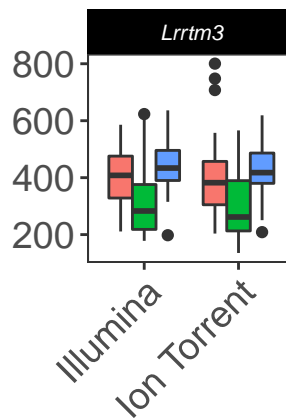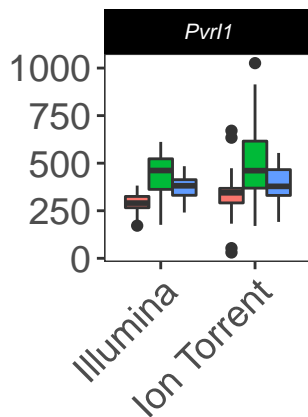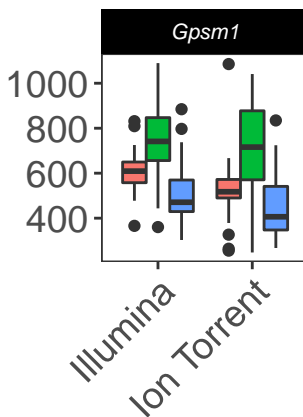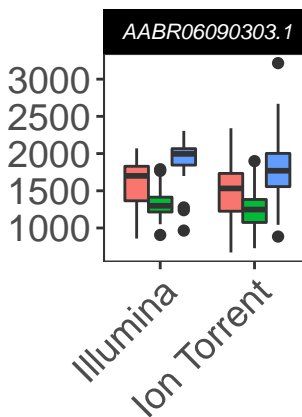

Hippocampal region

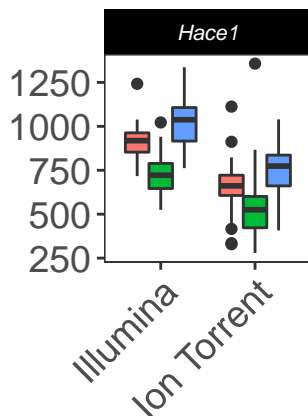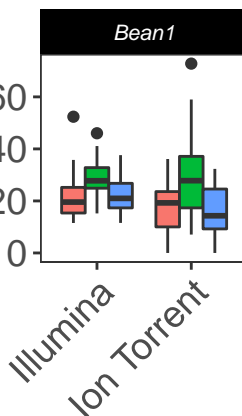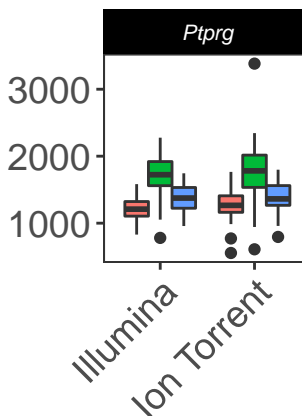

# Normalized counts

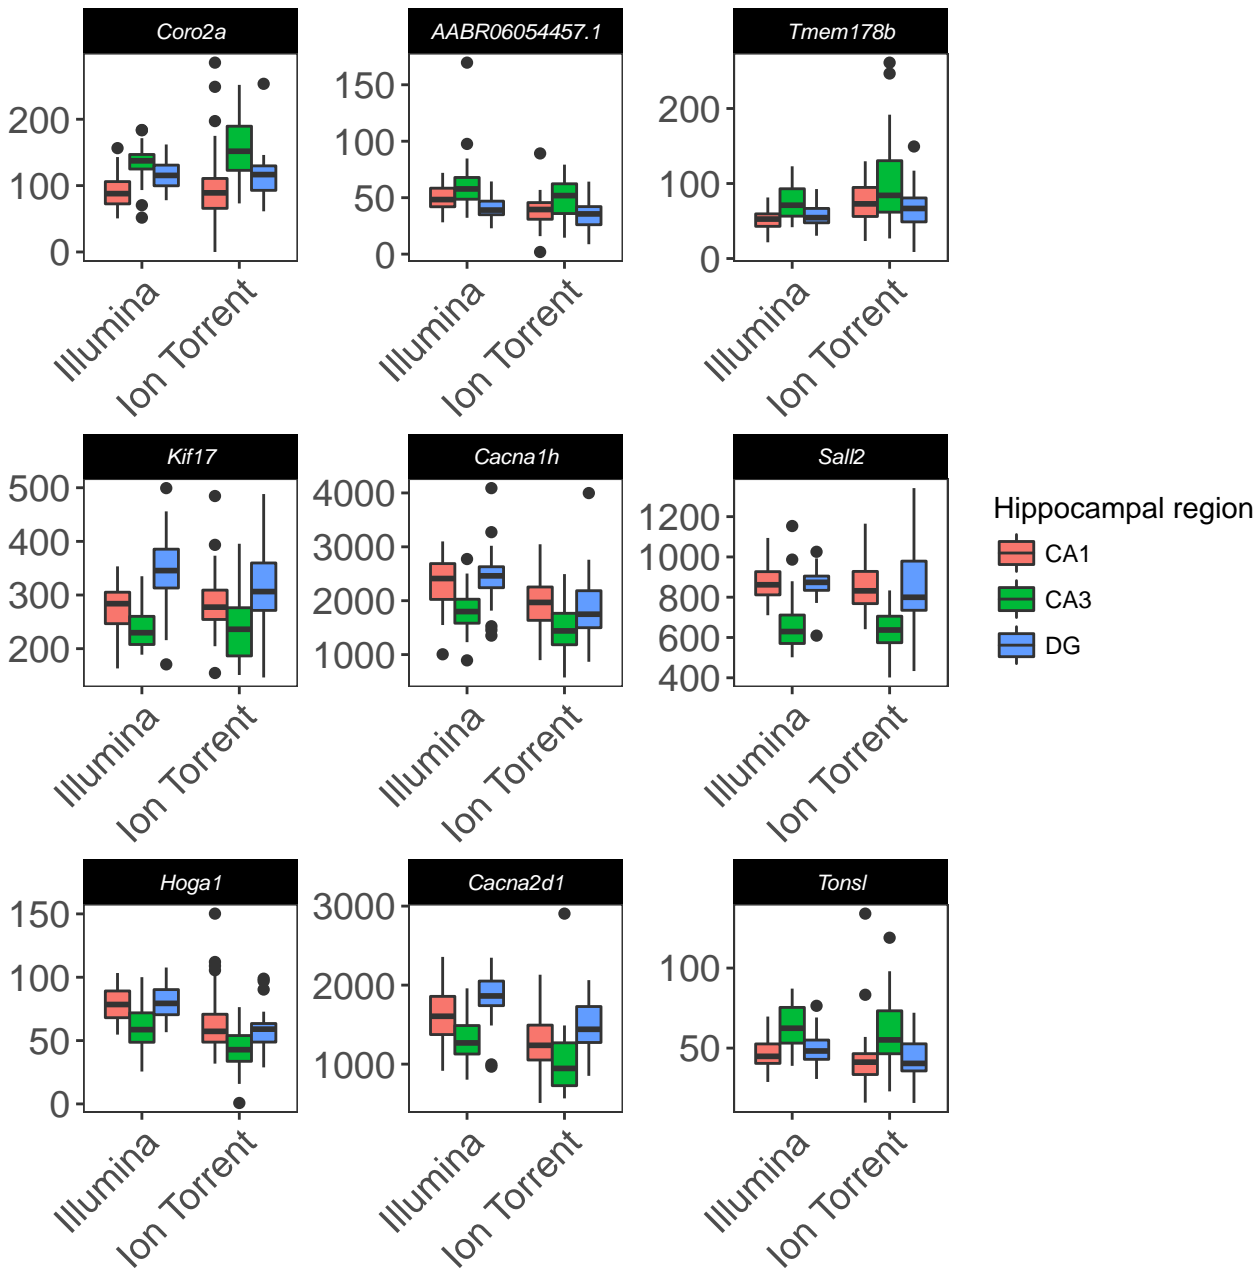

# Normalized counts

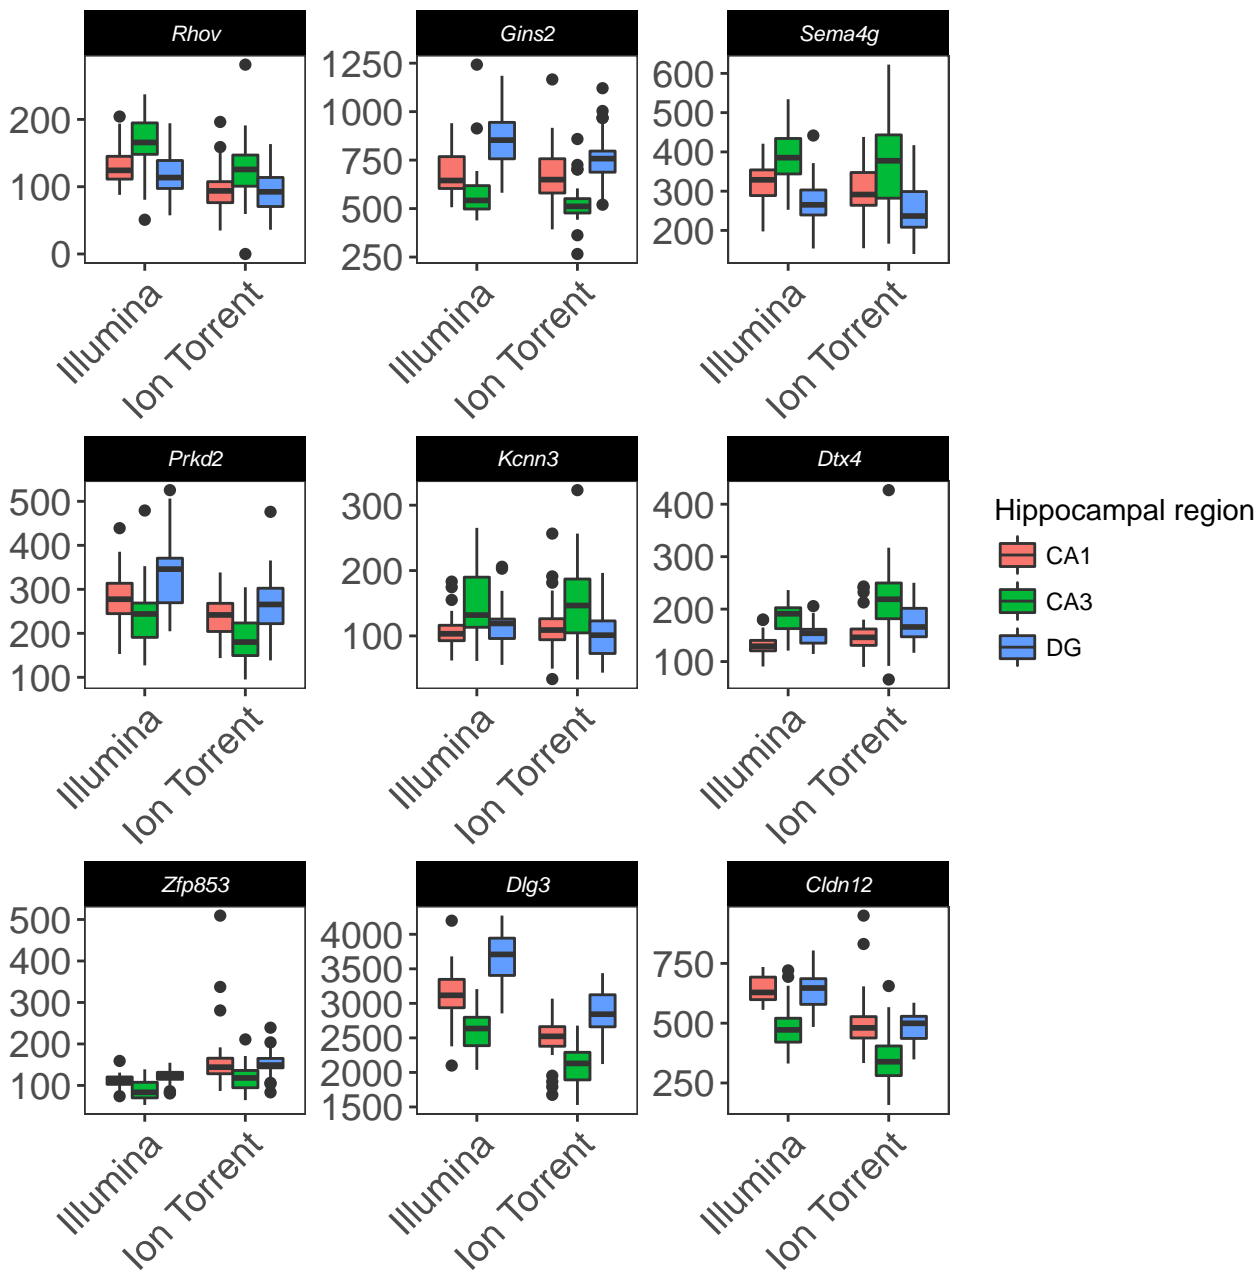

# Normalized counts

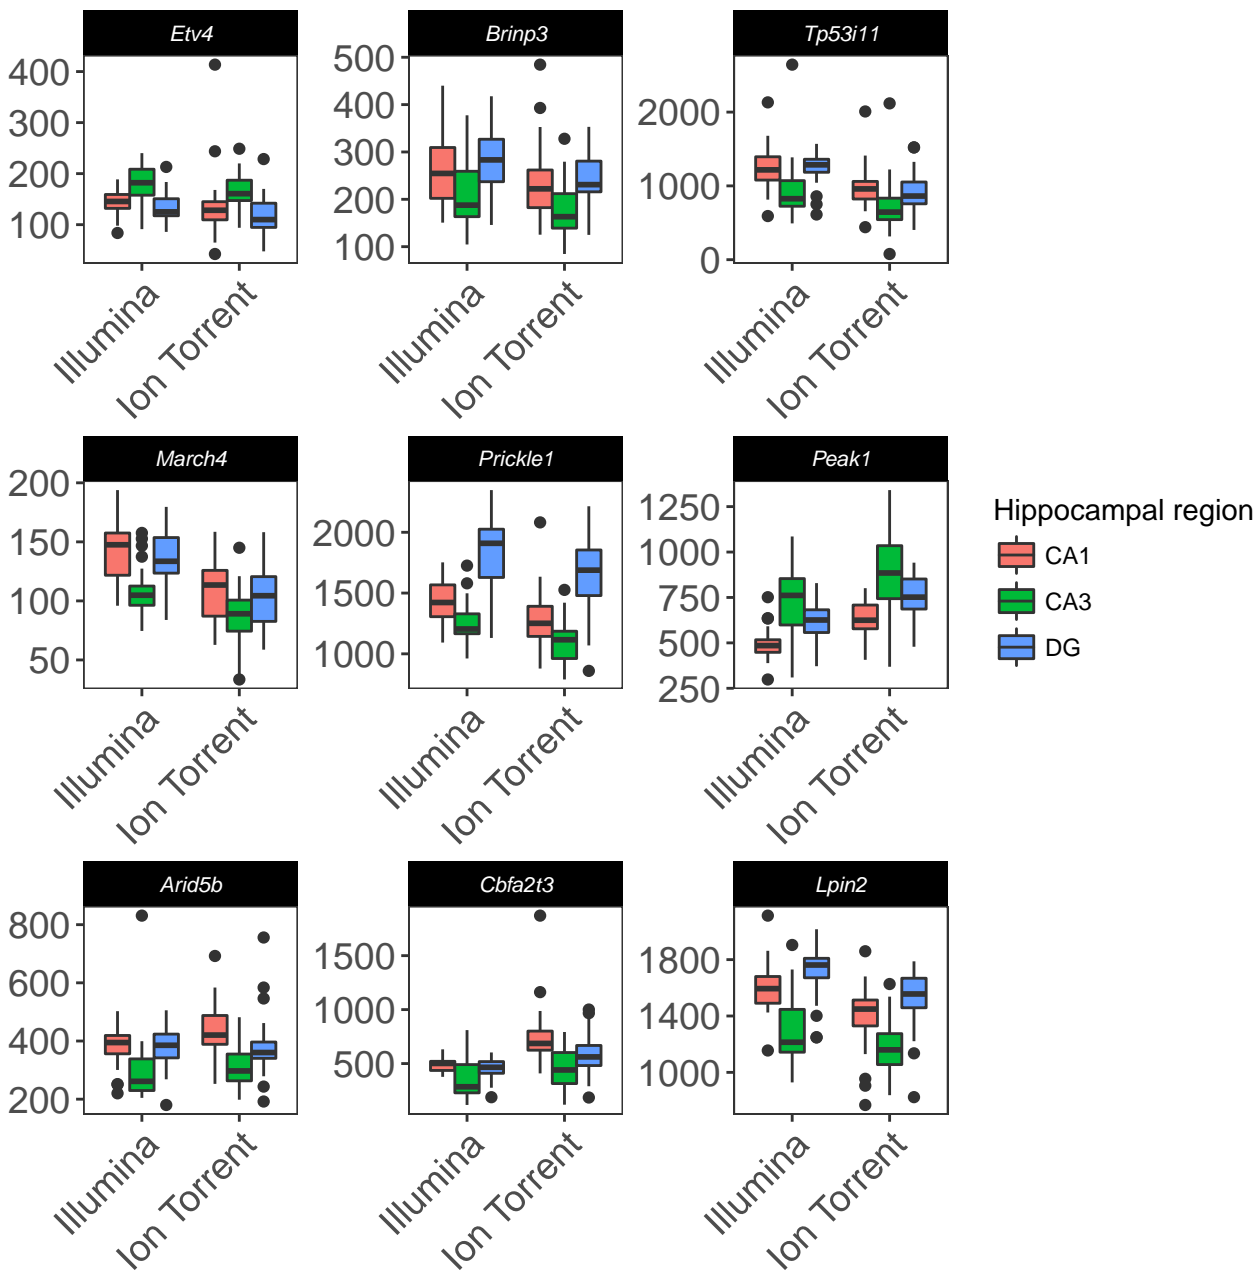

# Normalized counts

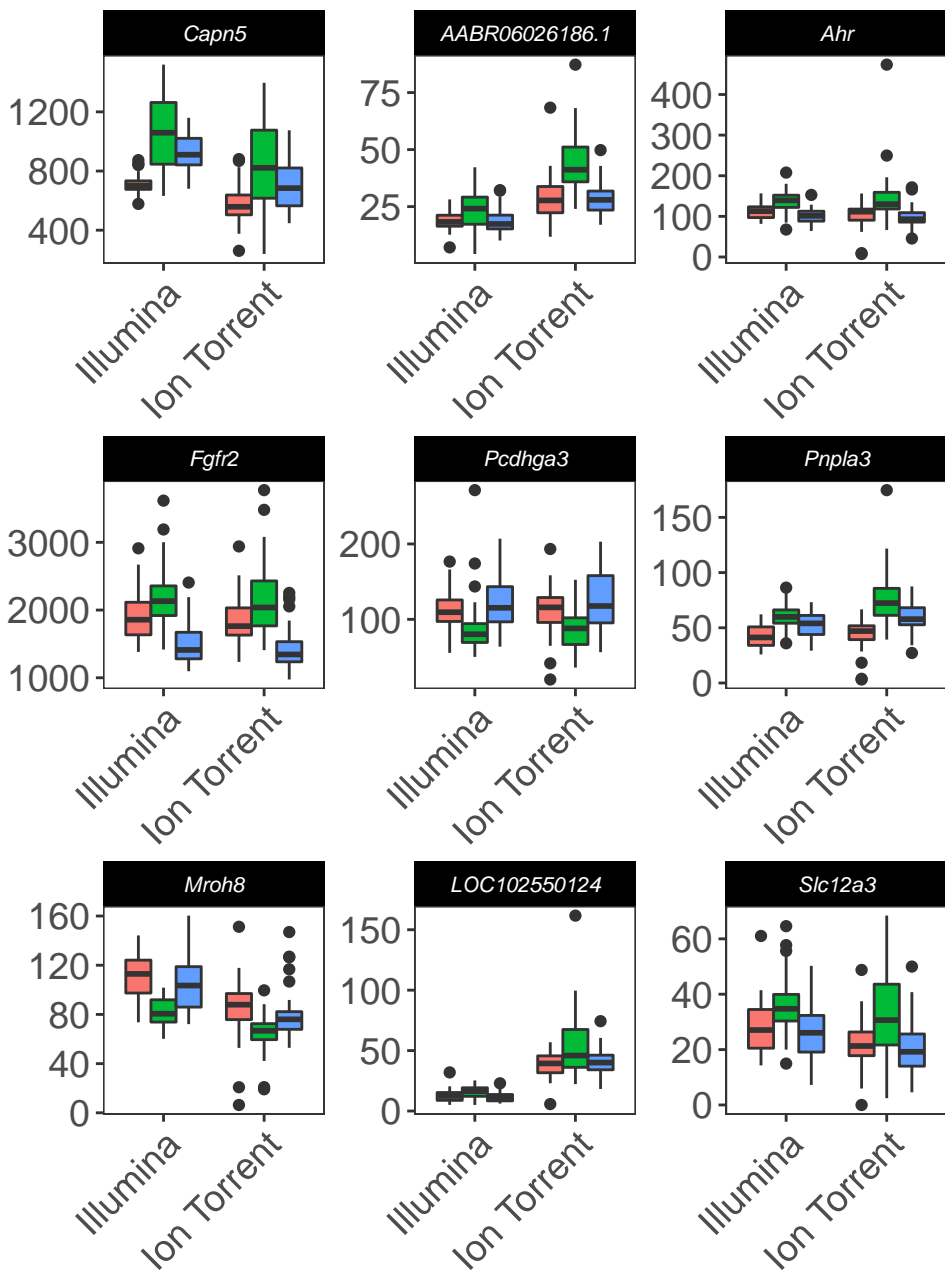

Hippocampal region

# Normalized counts

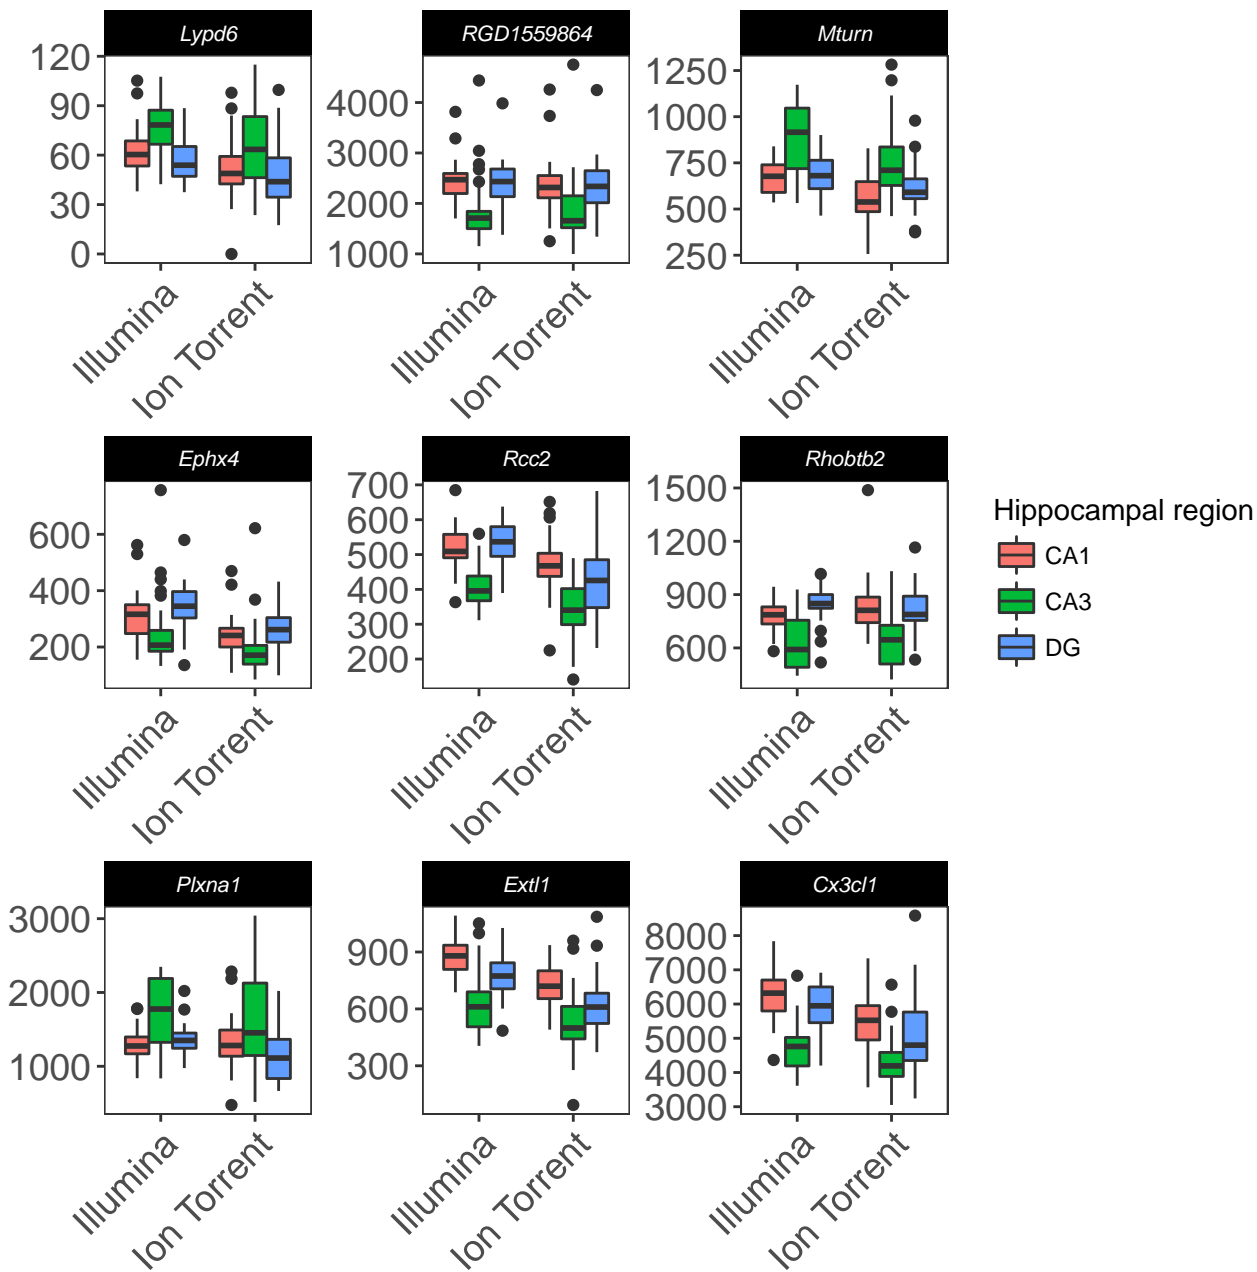

# Normalized counts

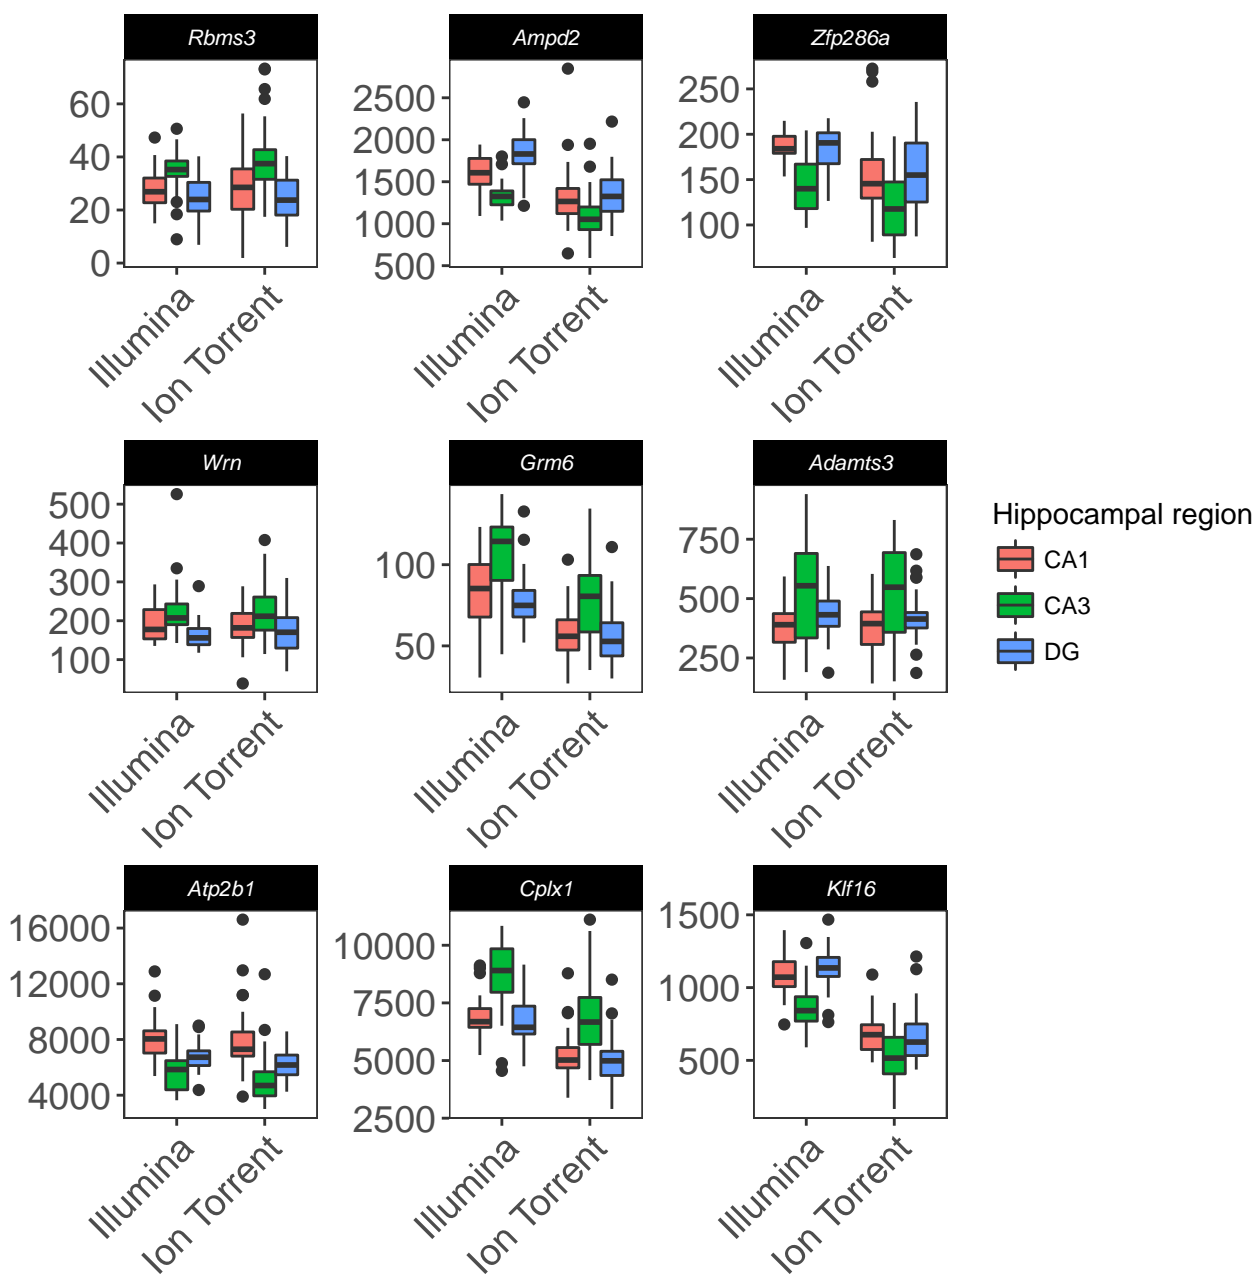

# Normalized counts

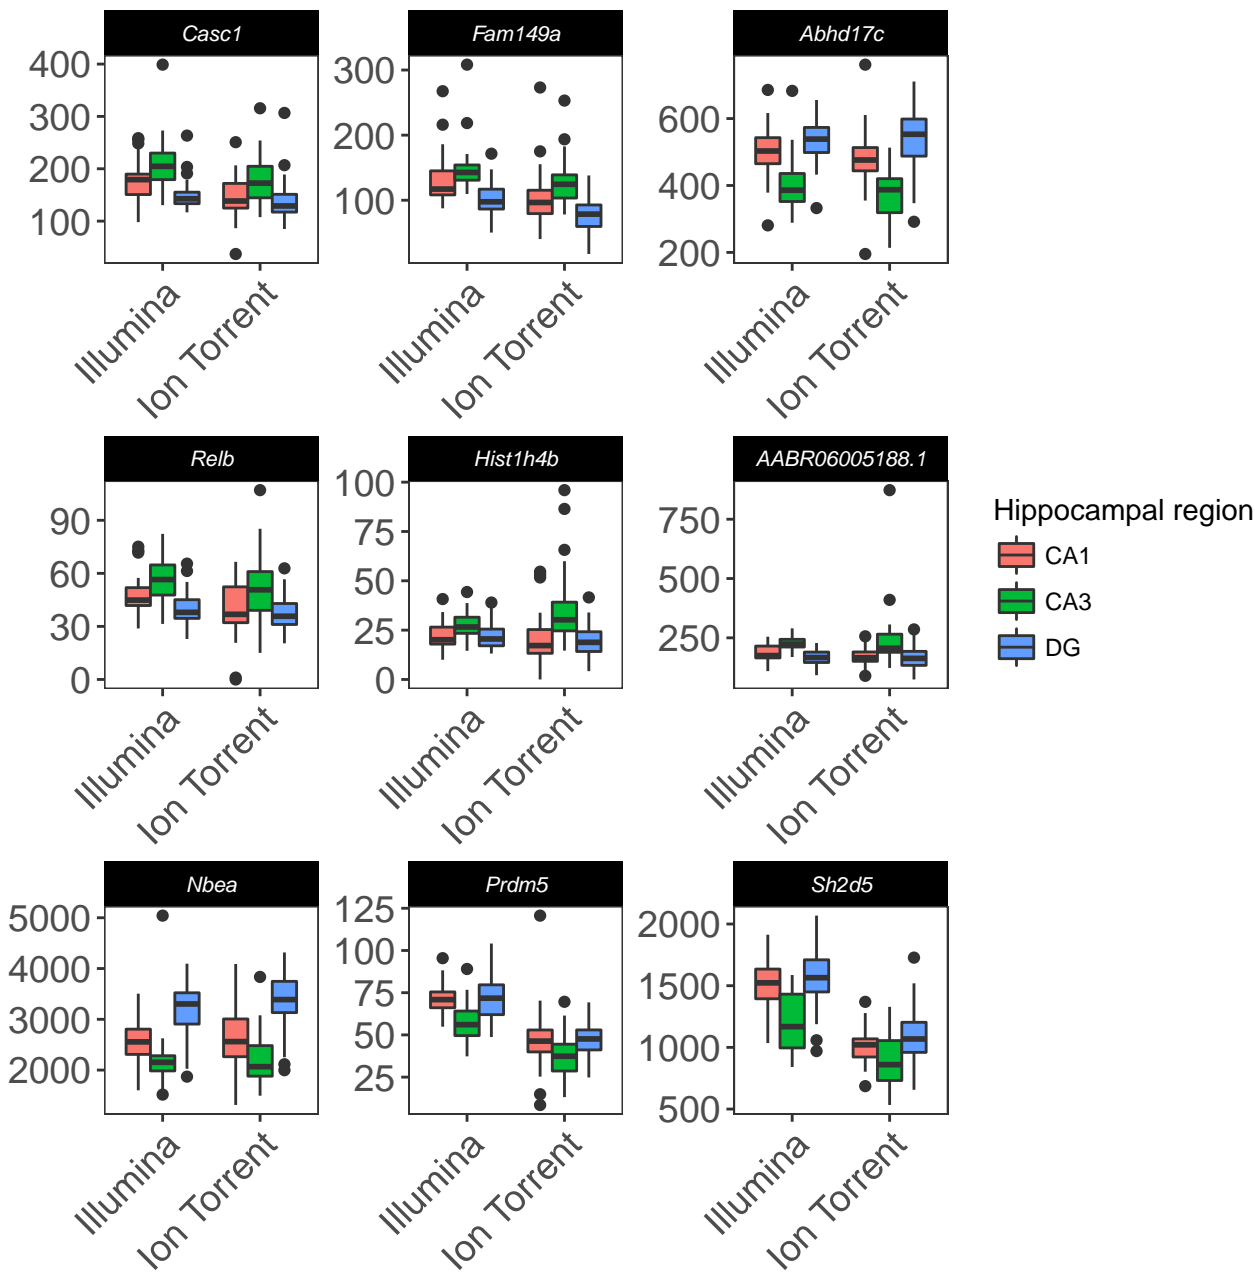

# Normalized counts

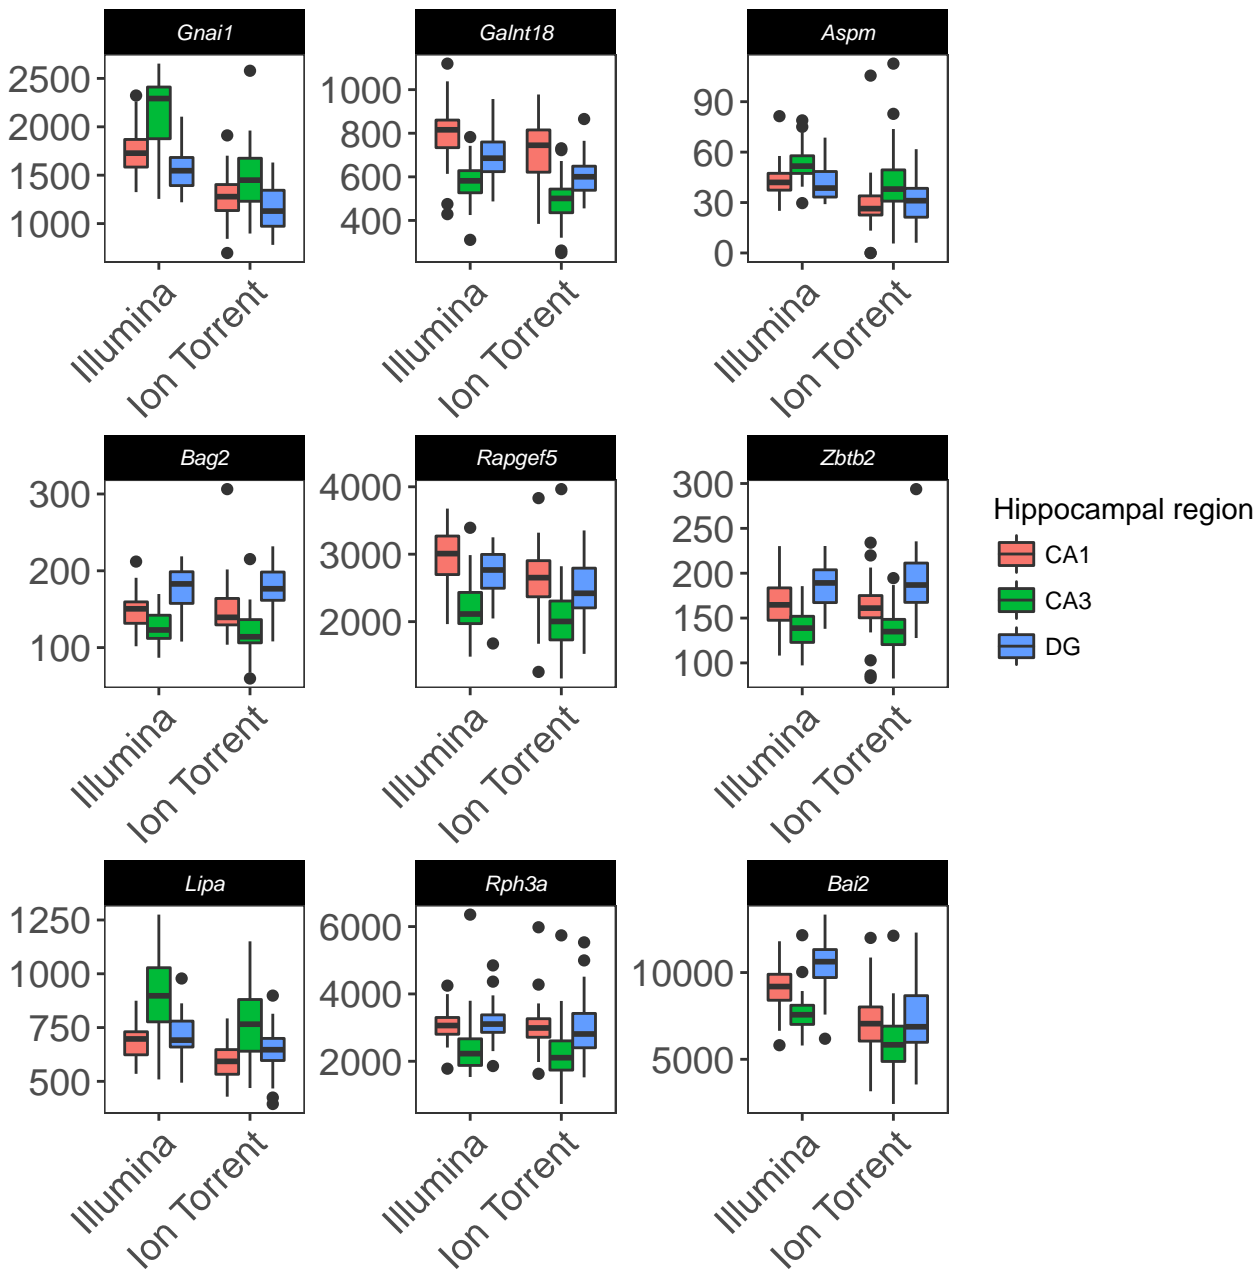

# Normalized counts

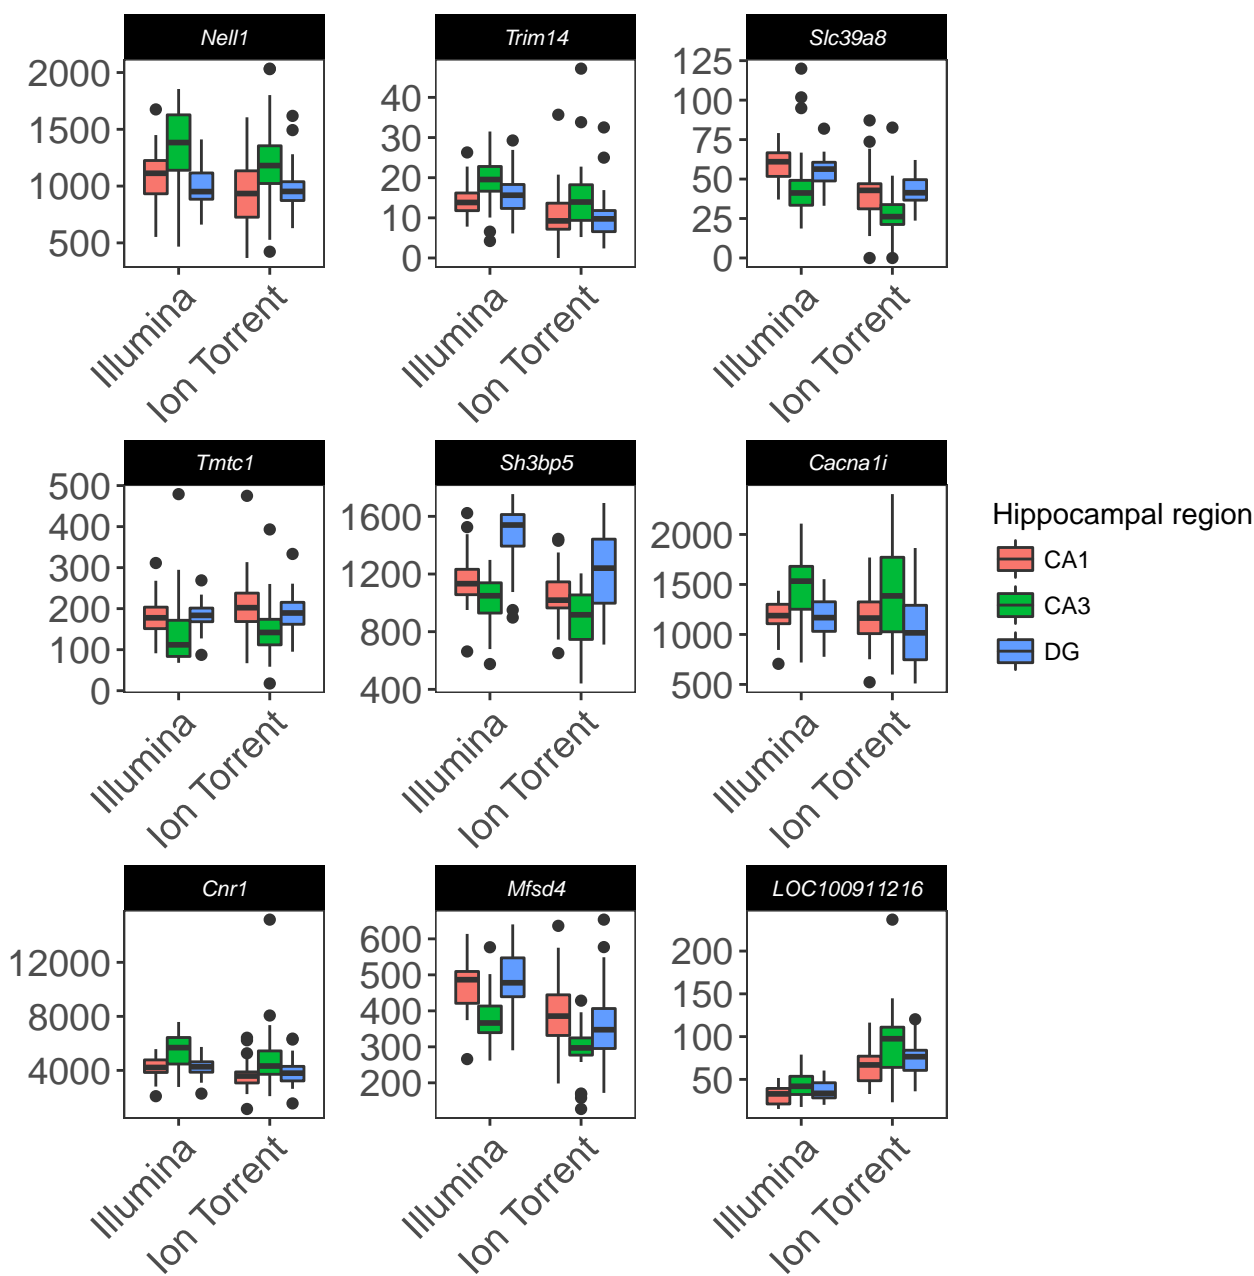

# Normalized counts

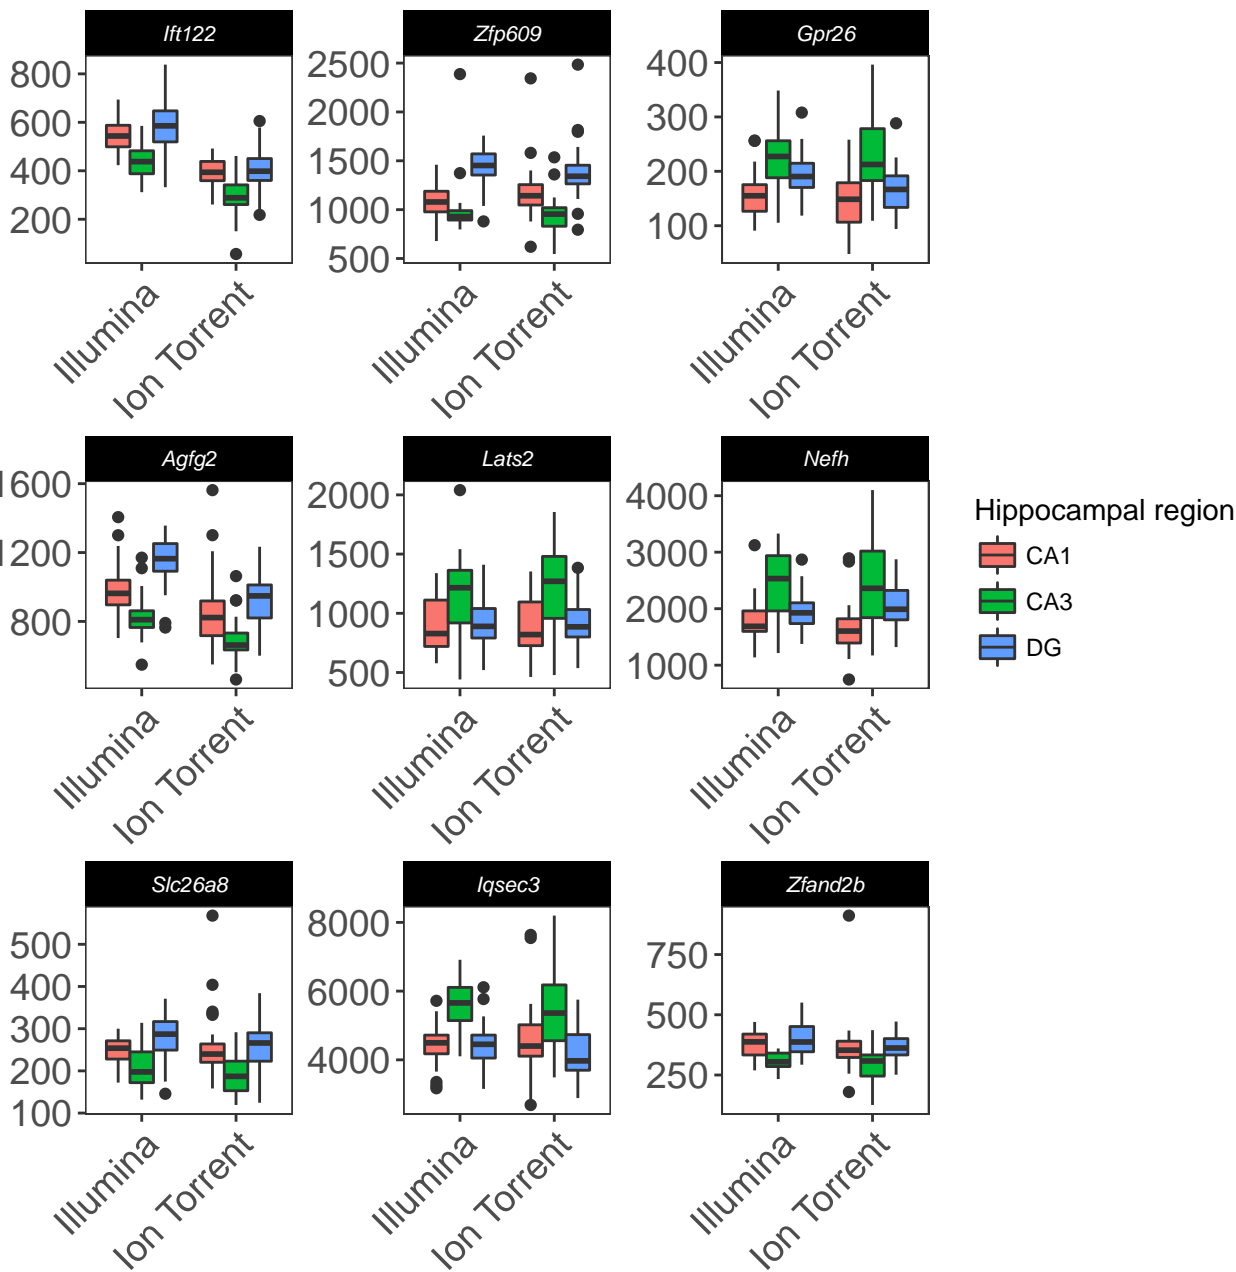

# Normalized counts

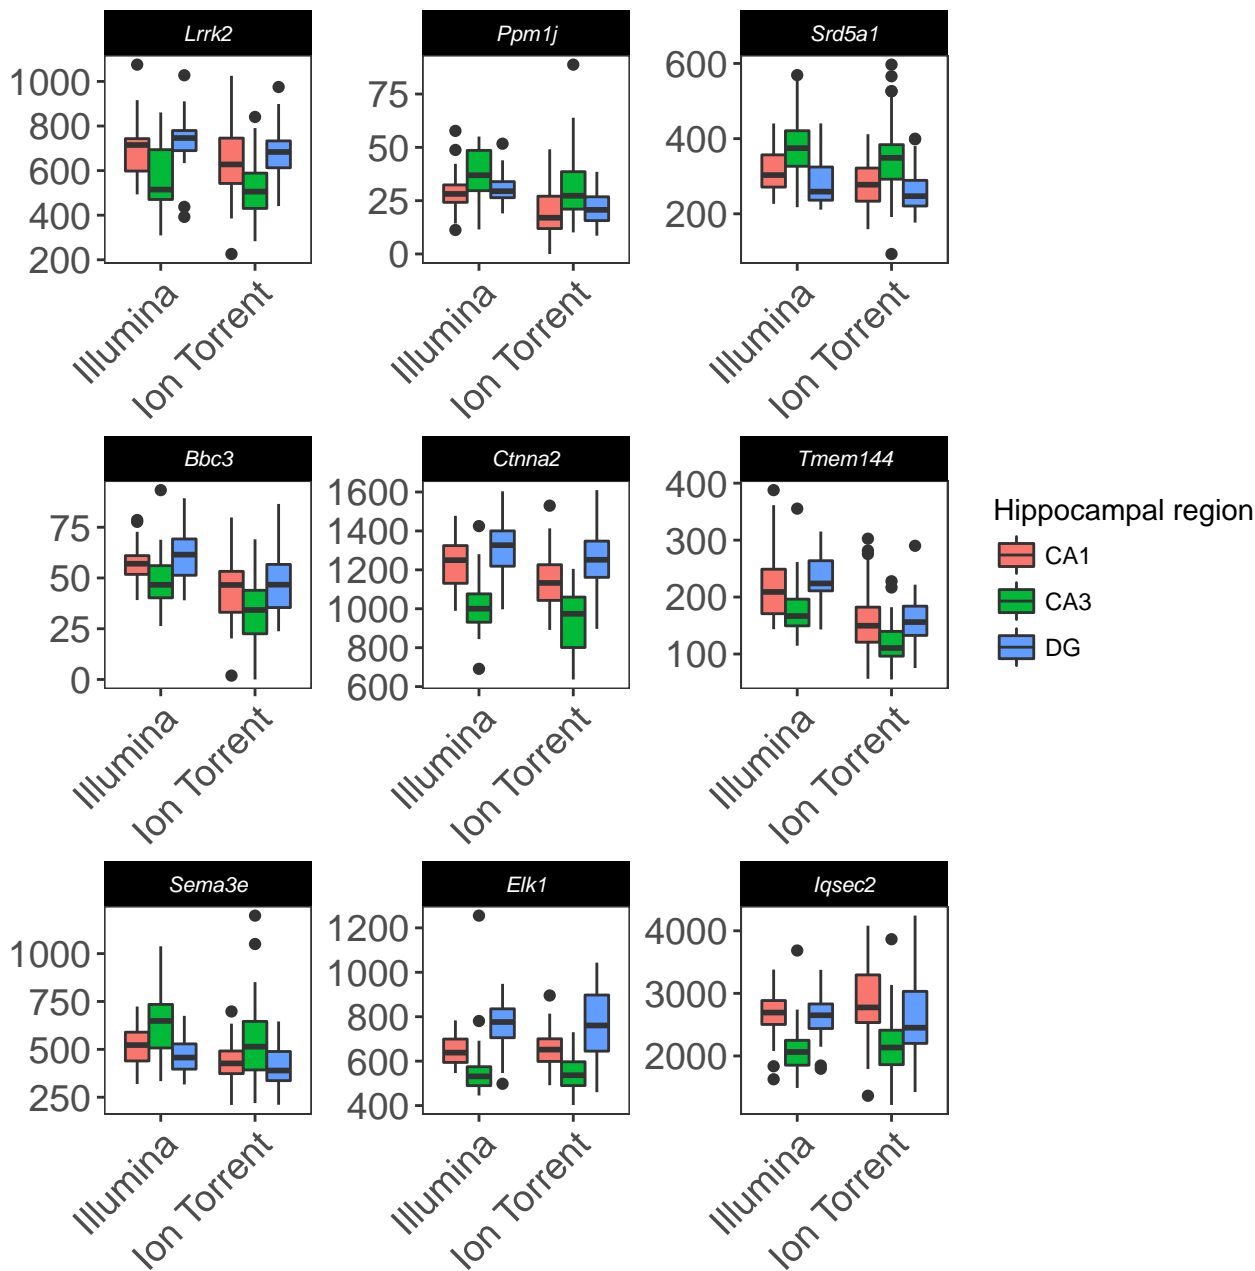

# Normalized counts

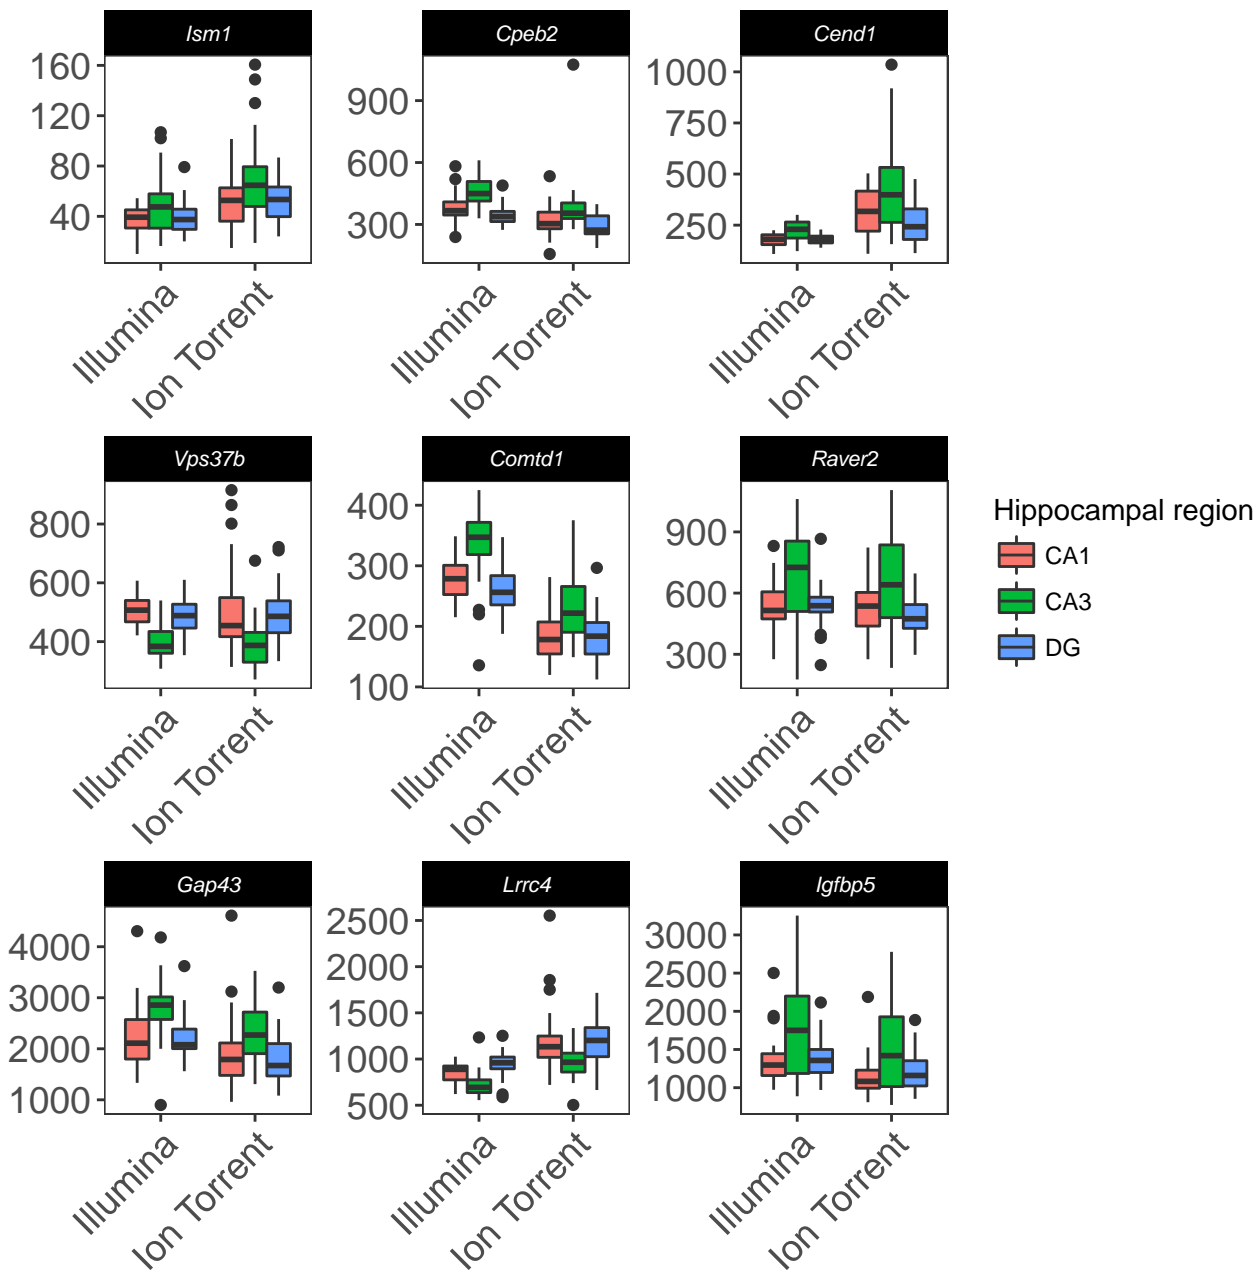

# Normalized counts

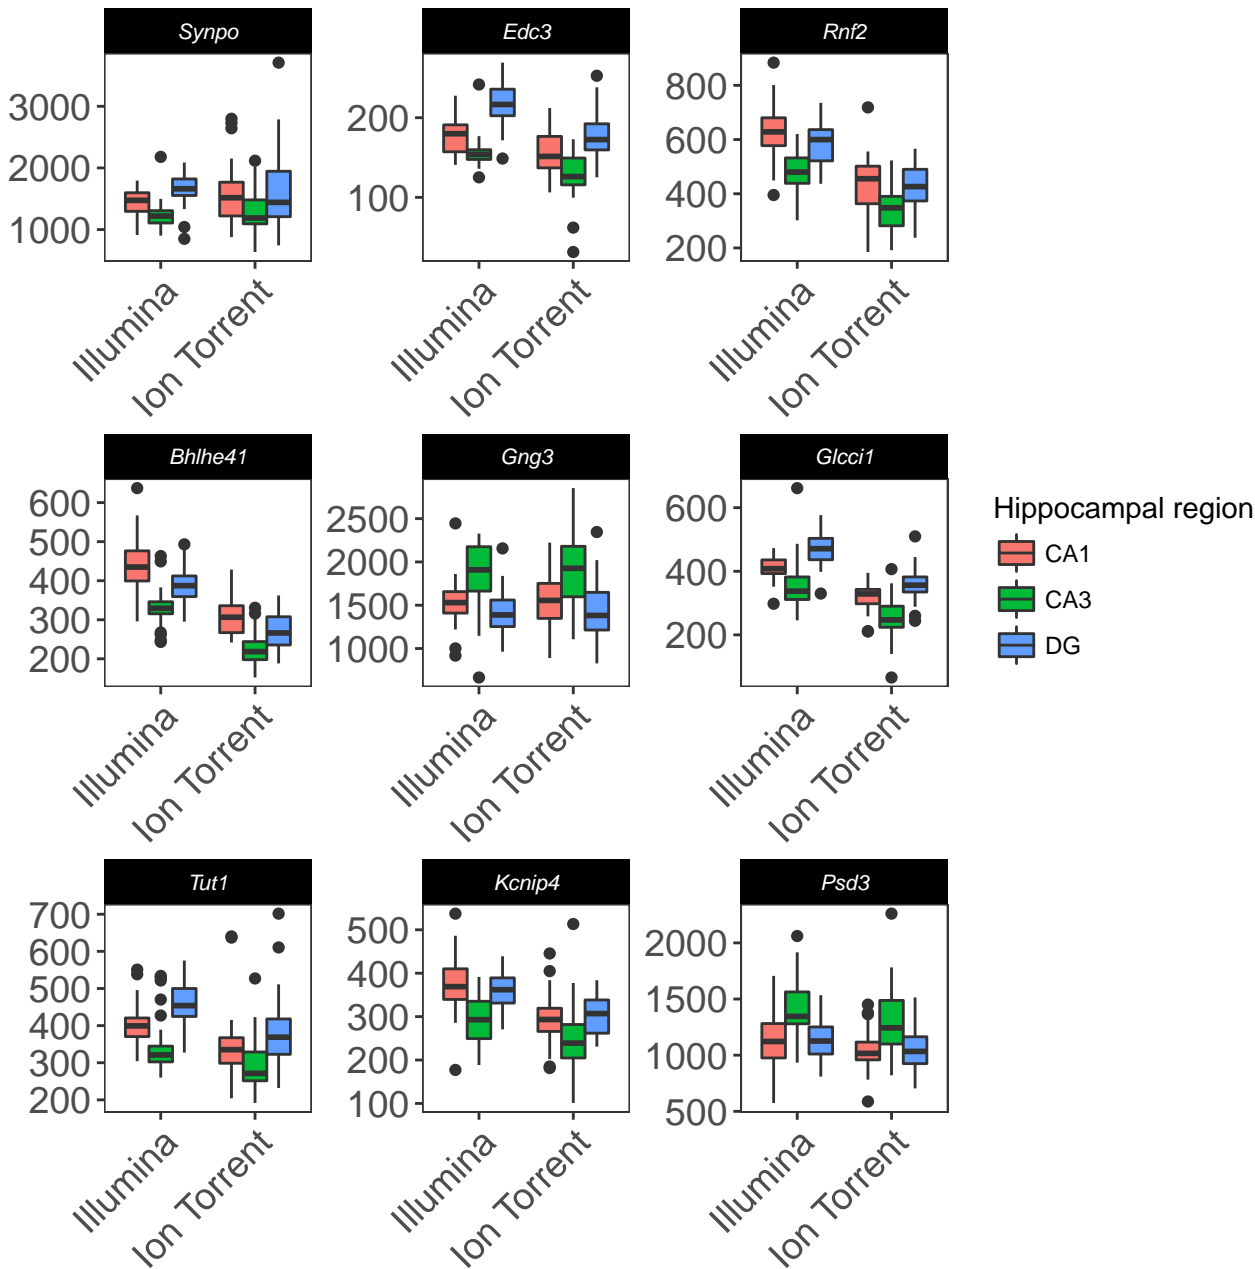

# Normalized counts

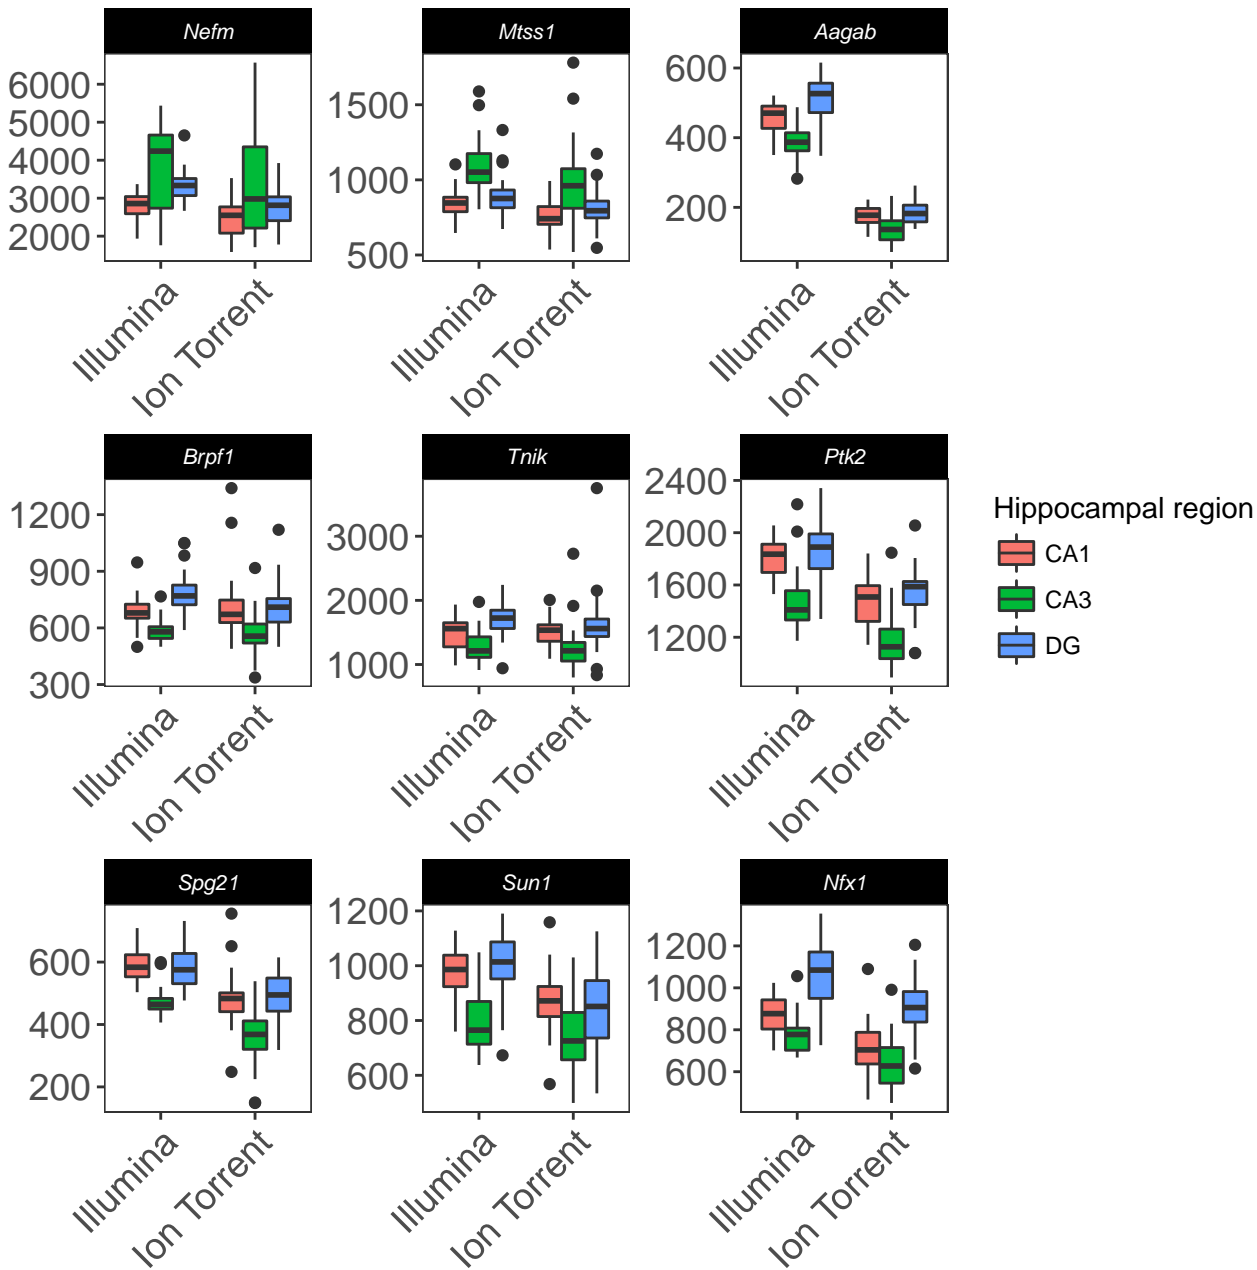

# Normalized counts

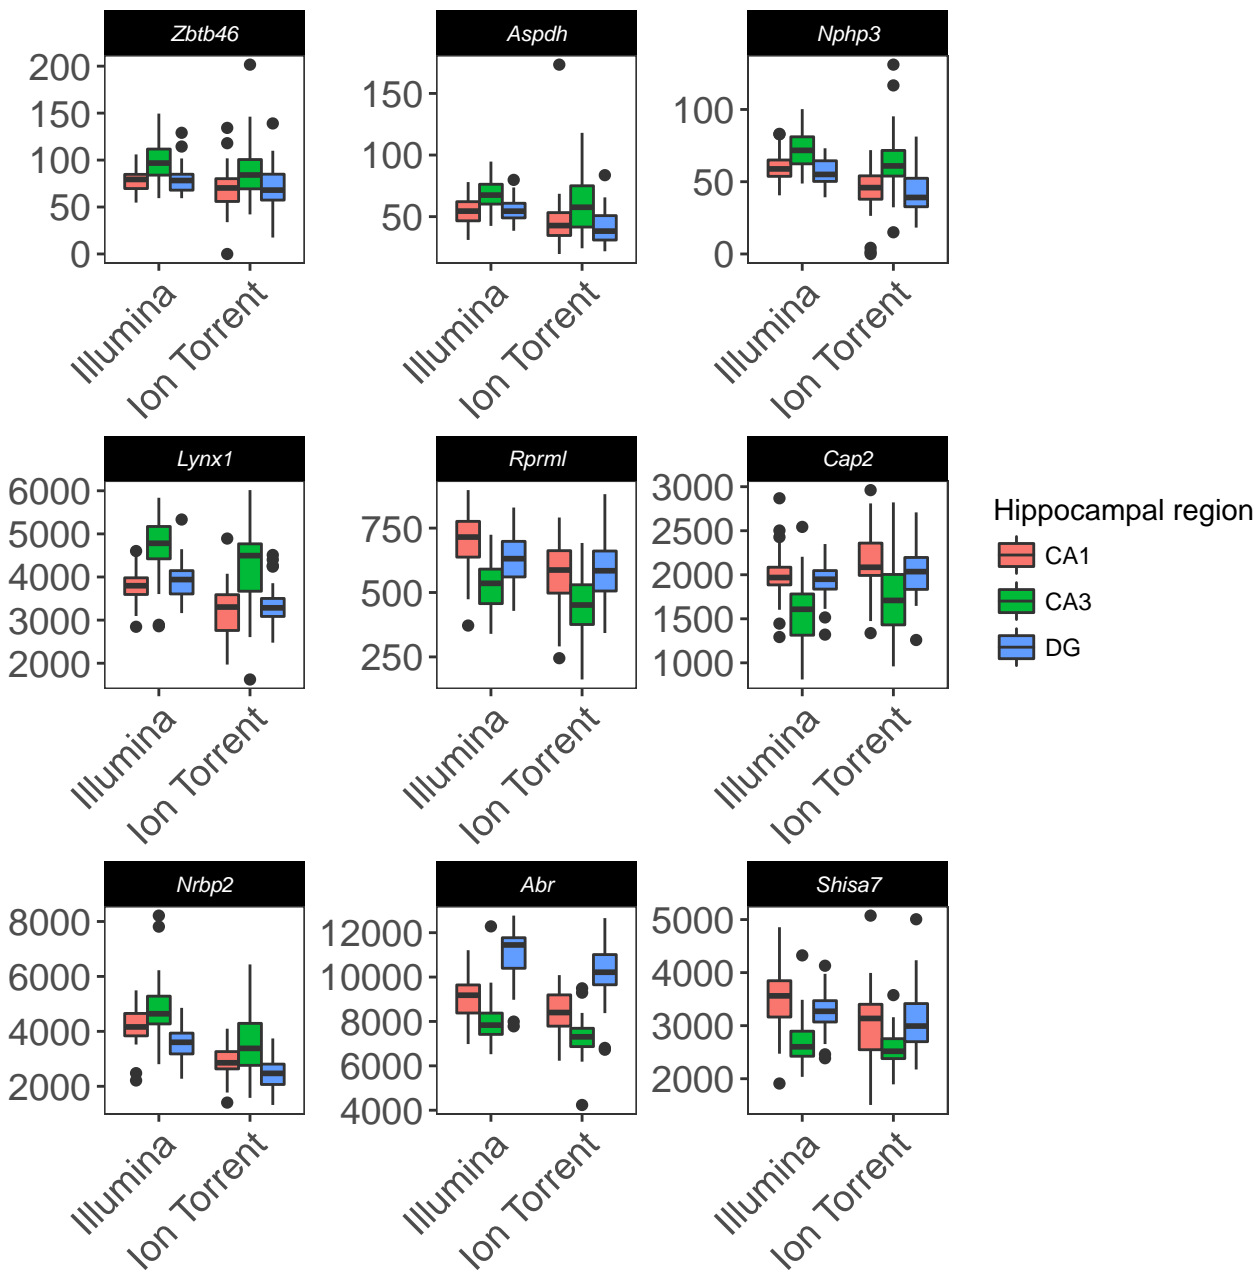

# Normalized counts

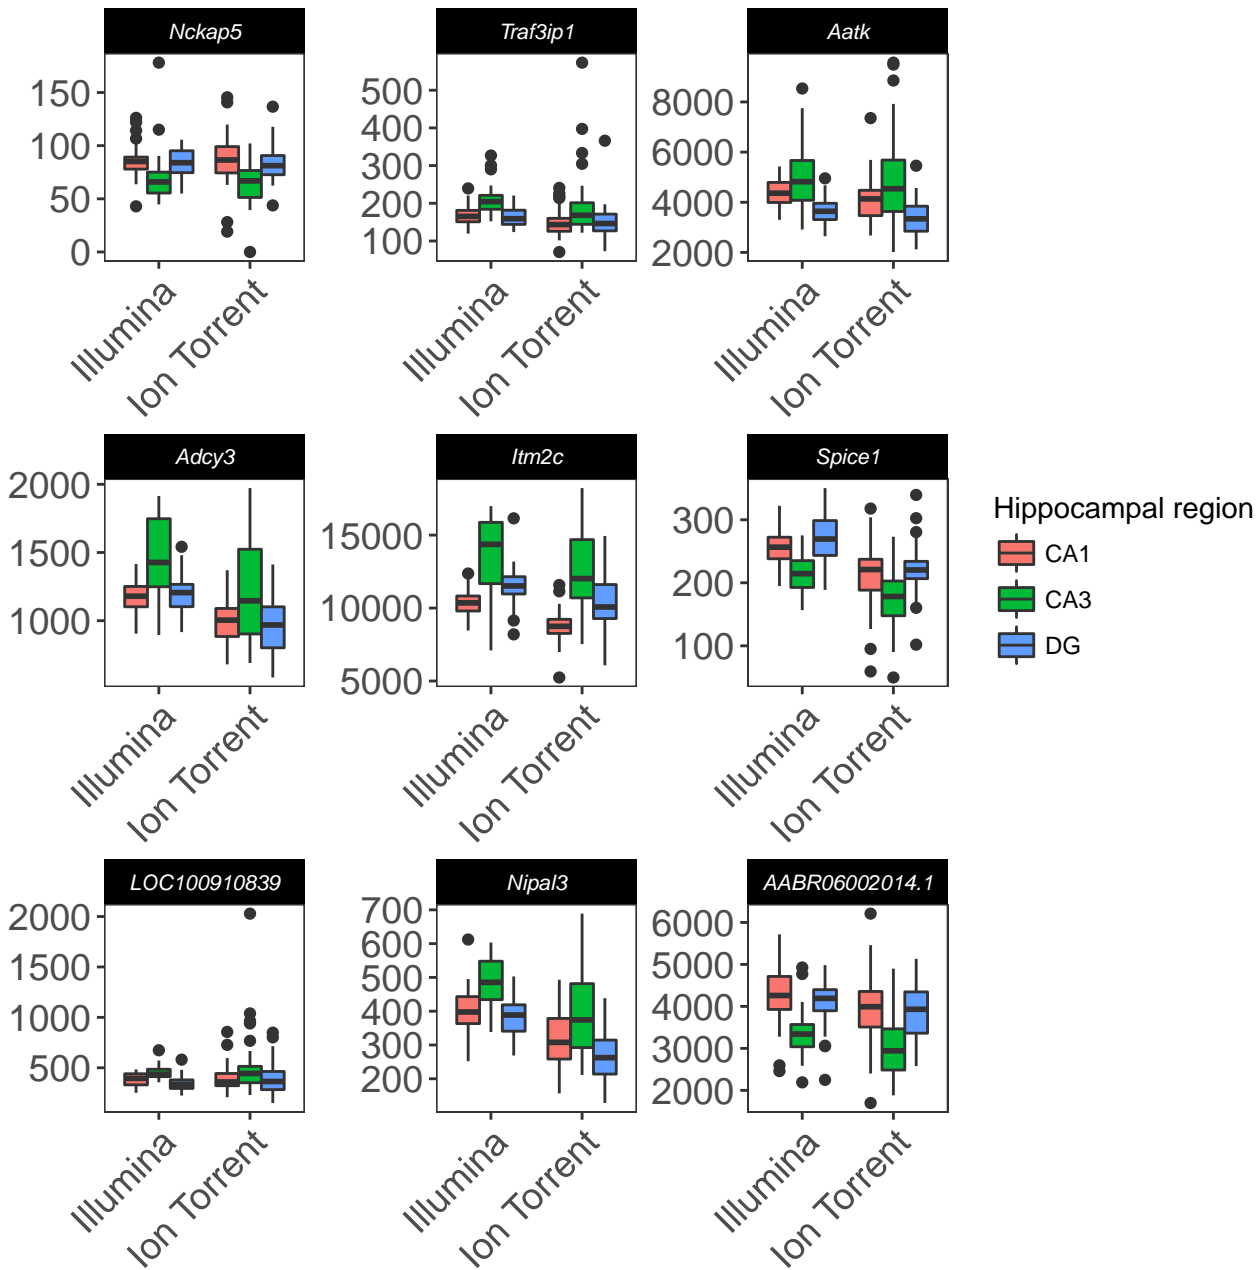

# Normalized counts

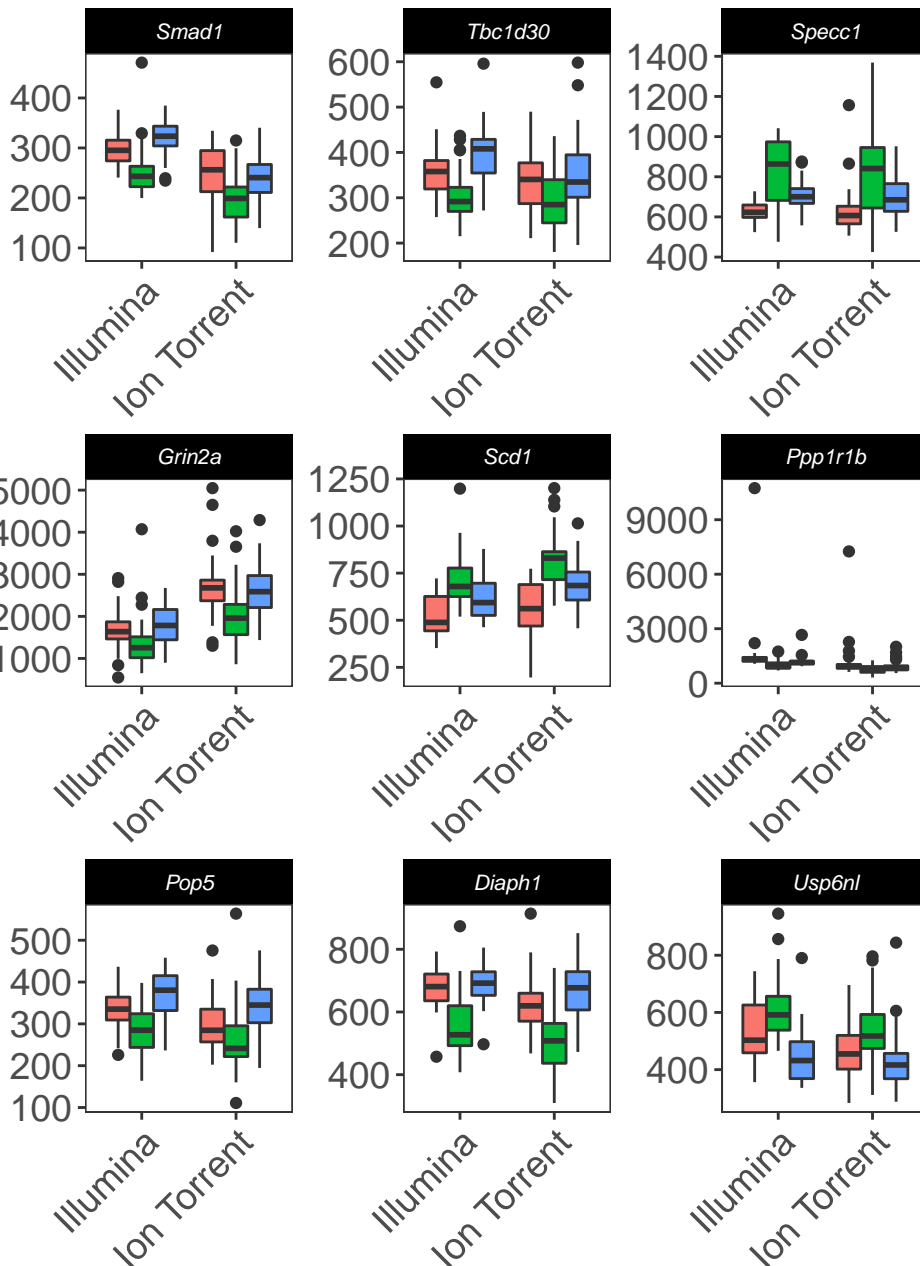

Hippocampal region

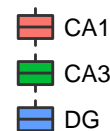

# Normalized counts

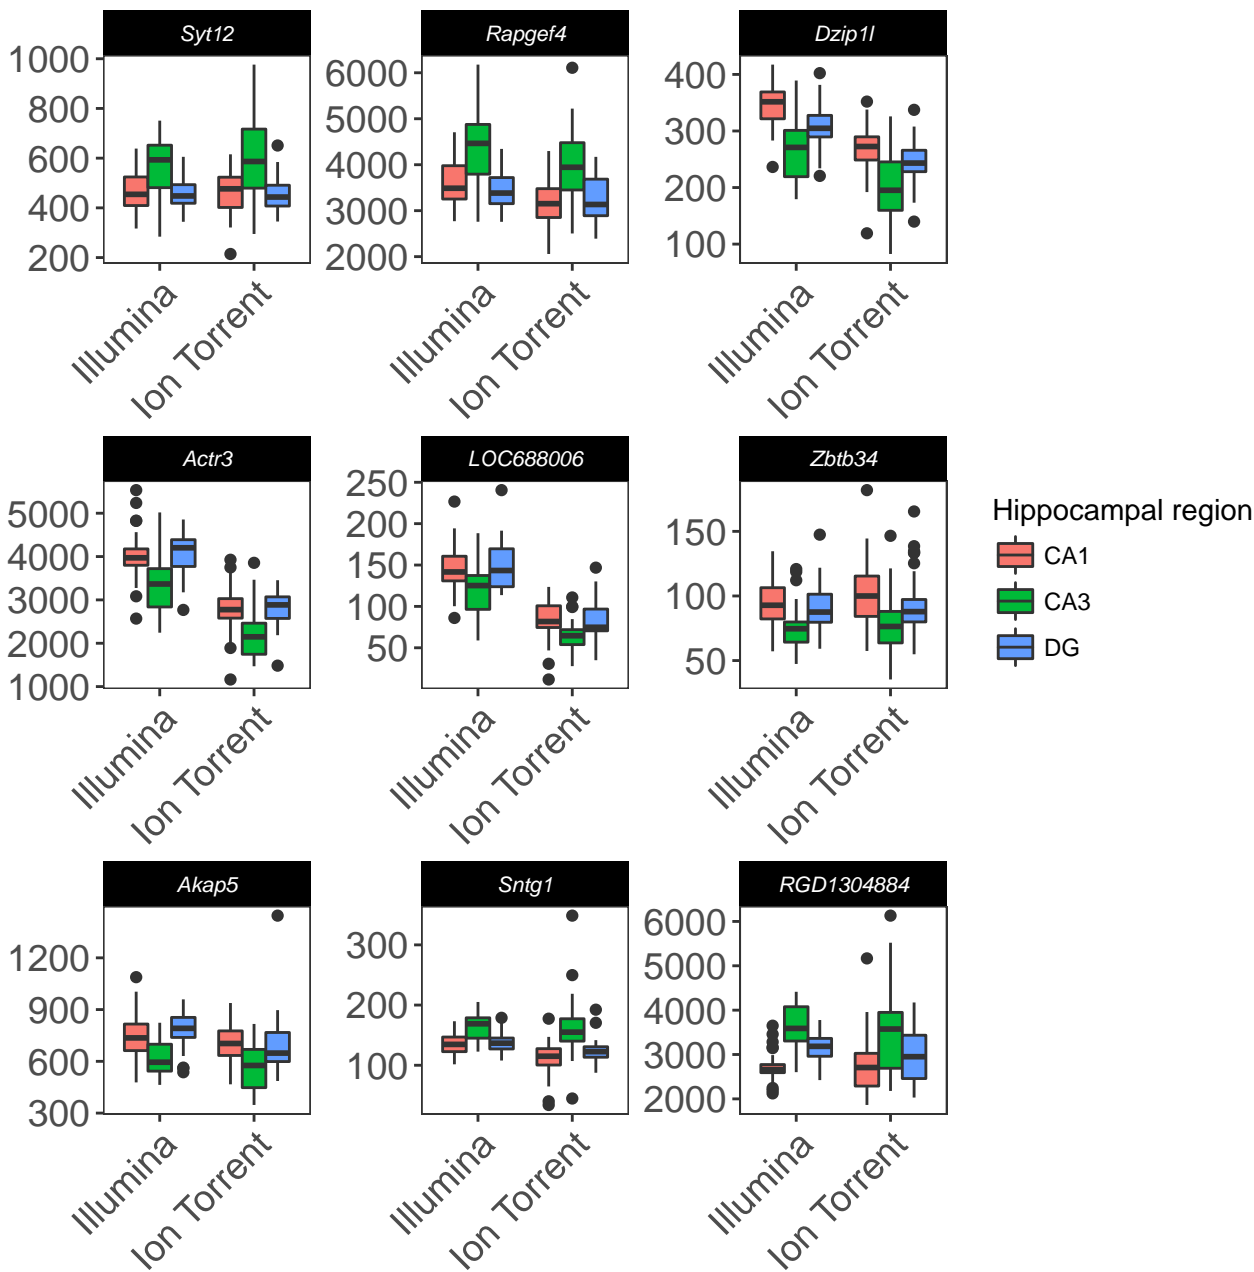

# Normalized counts

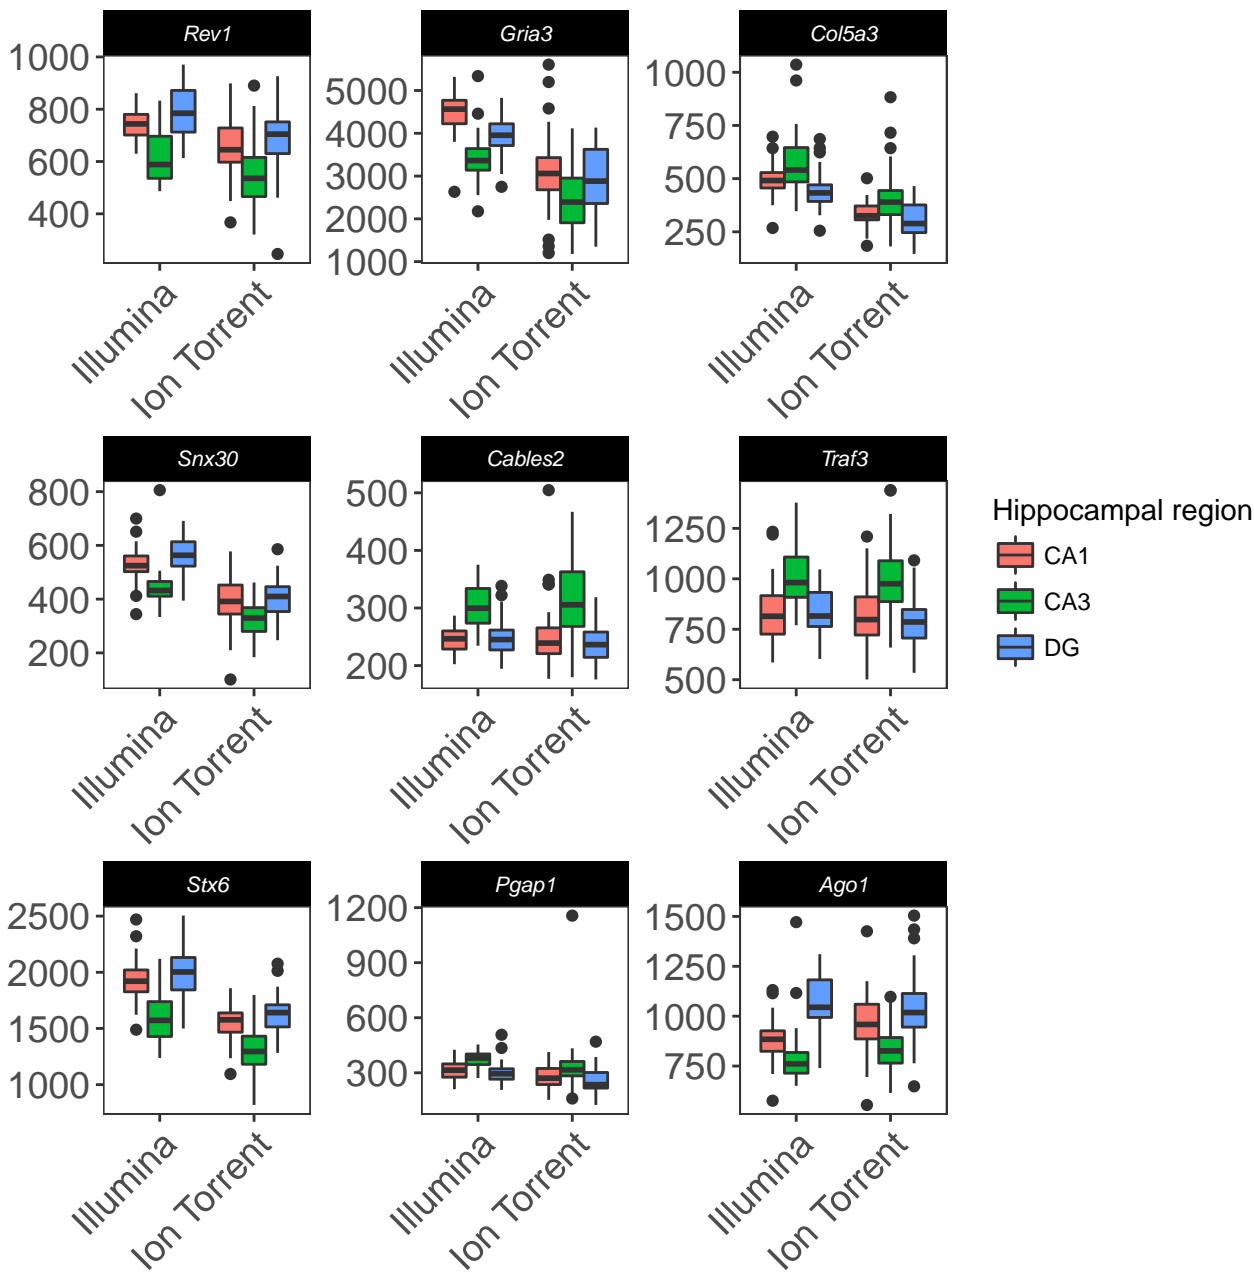

# Normalized counts

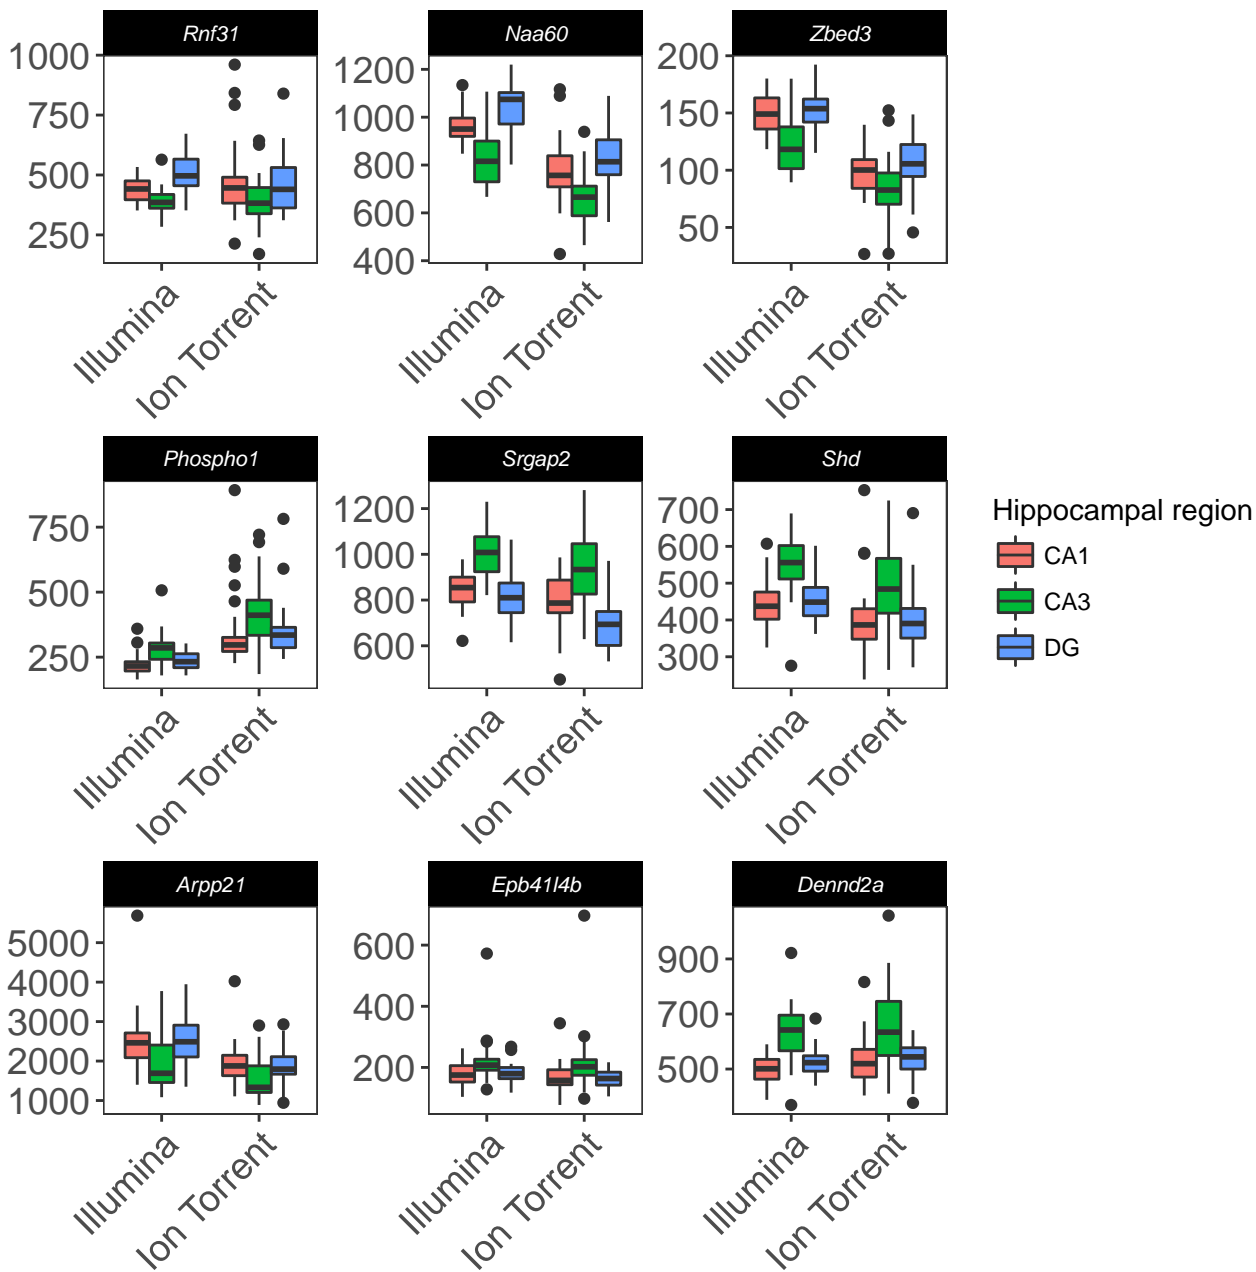

# Normalized counts

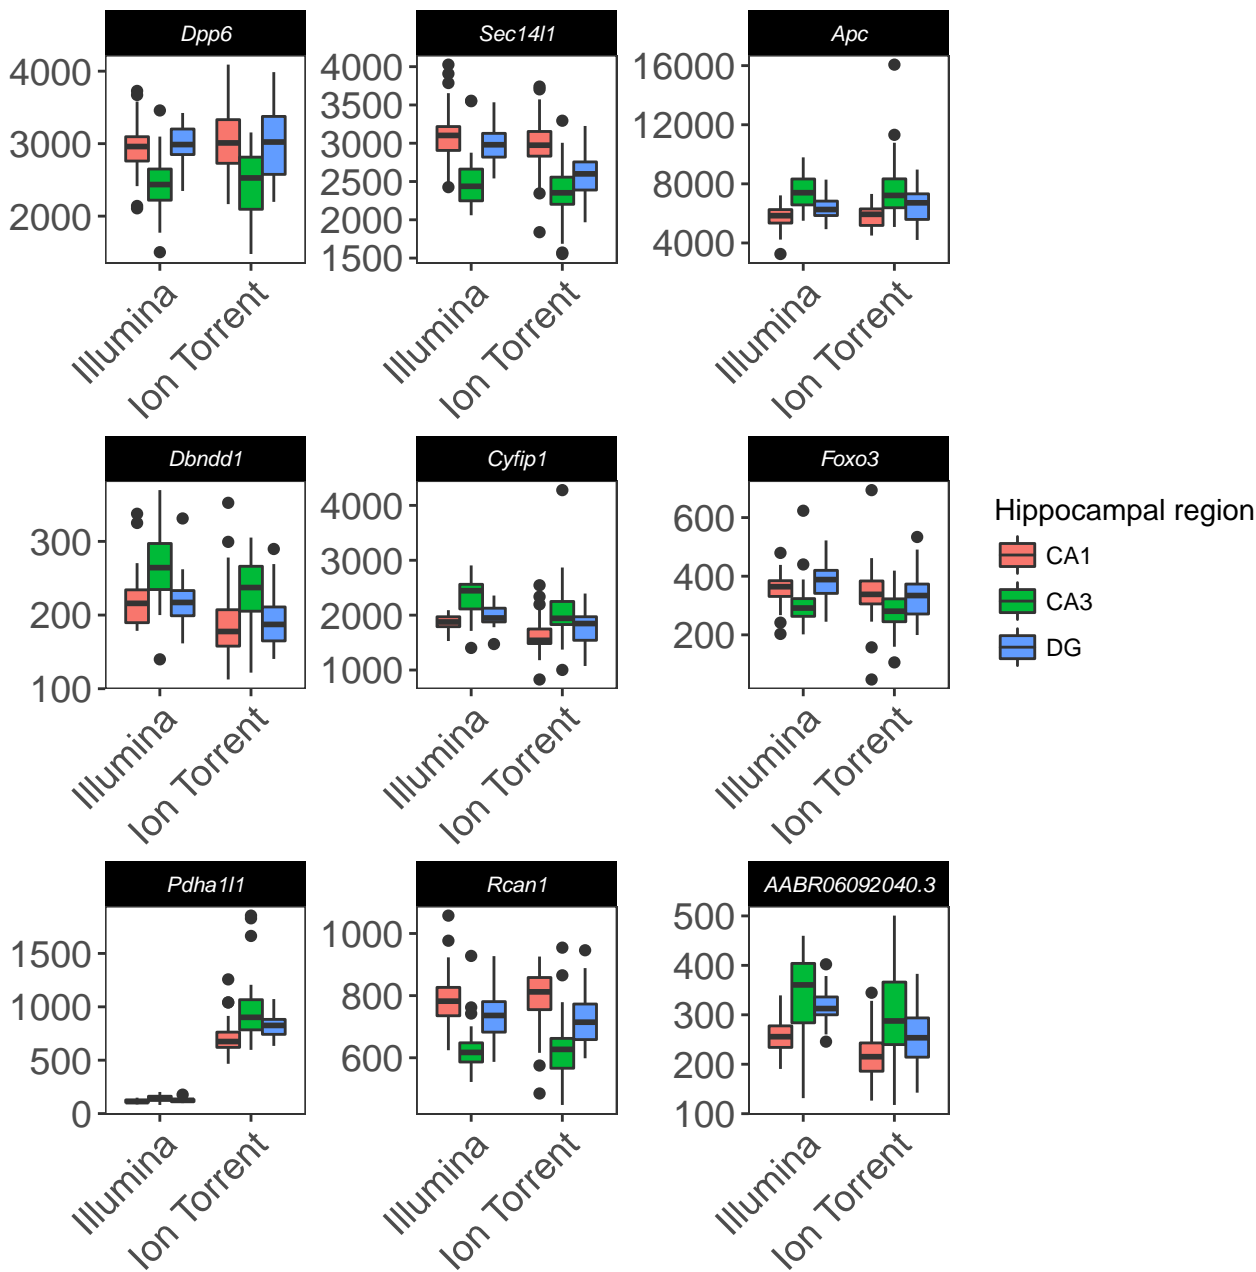

# Normalized counts

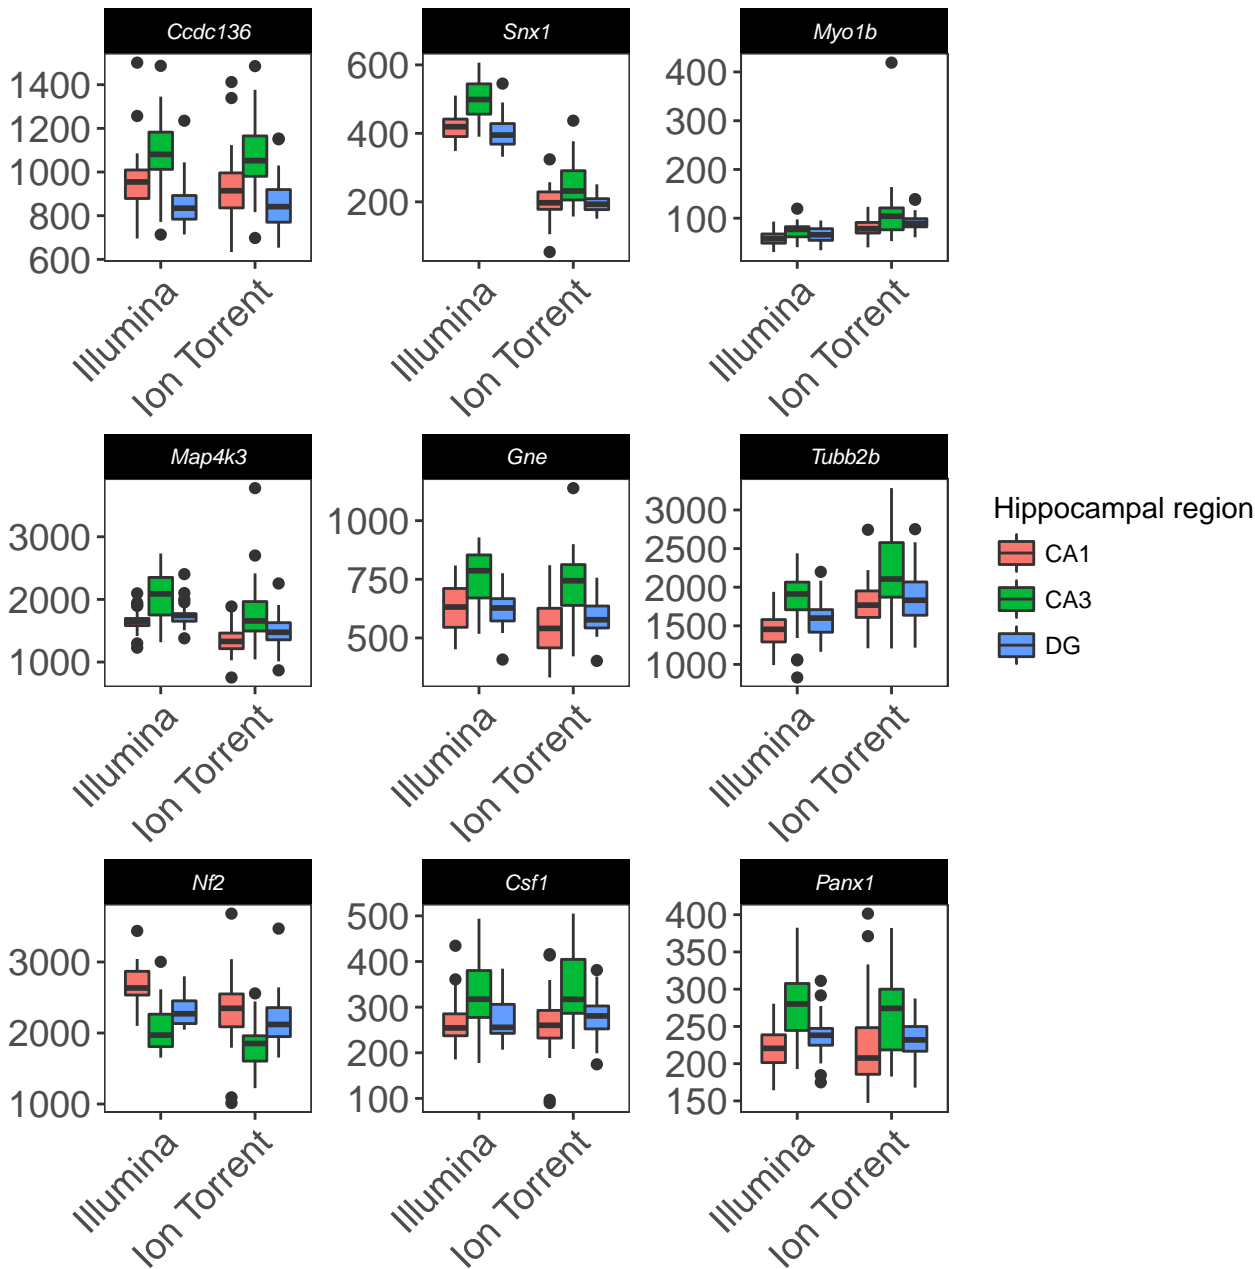

# Normalized counts

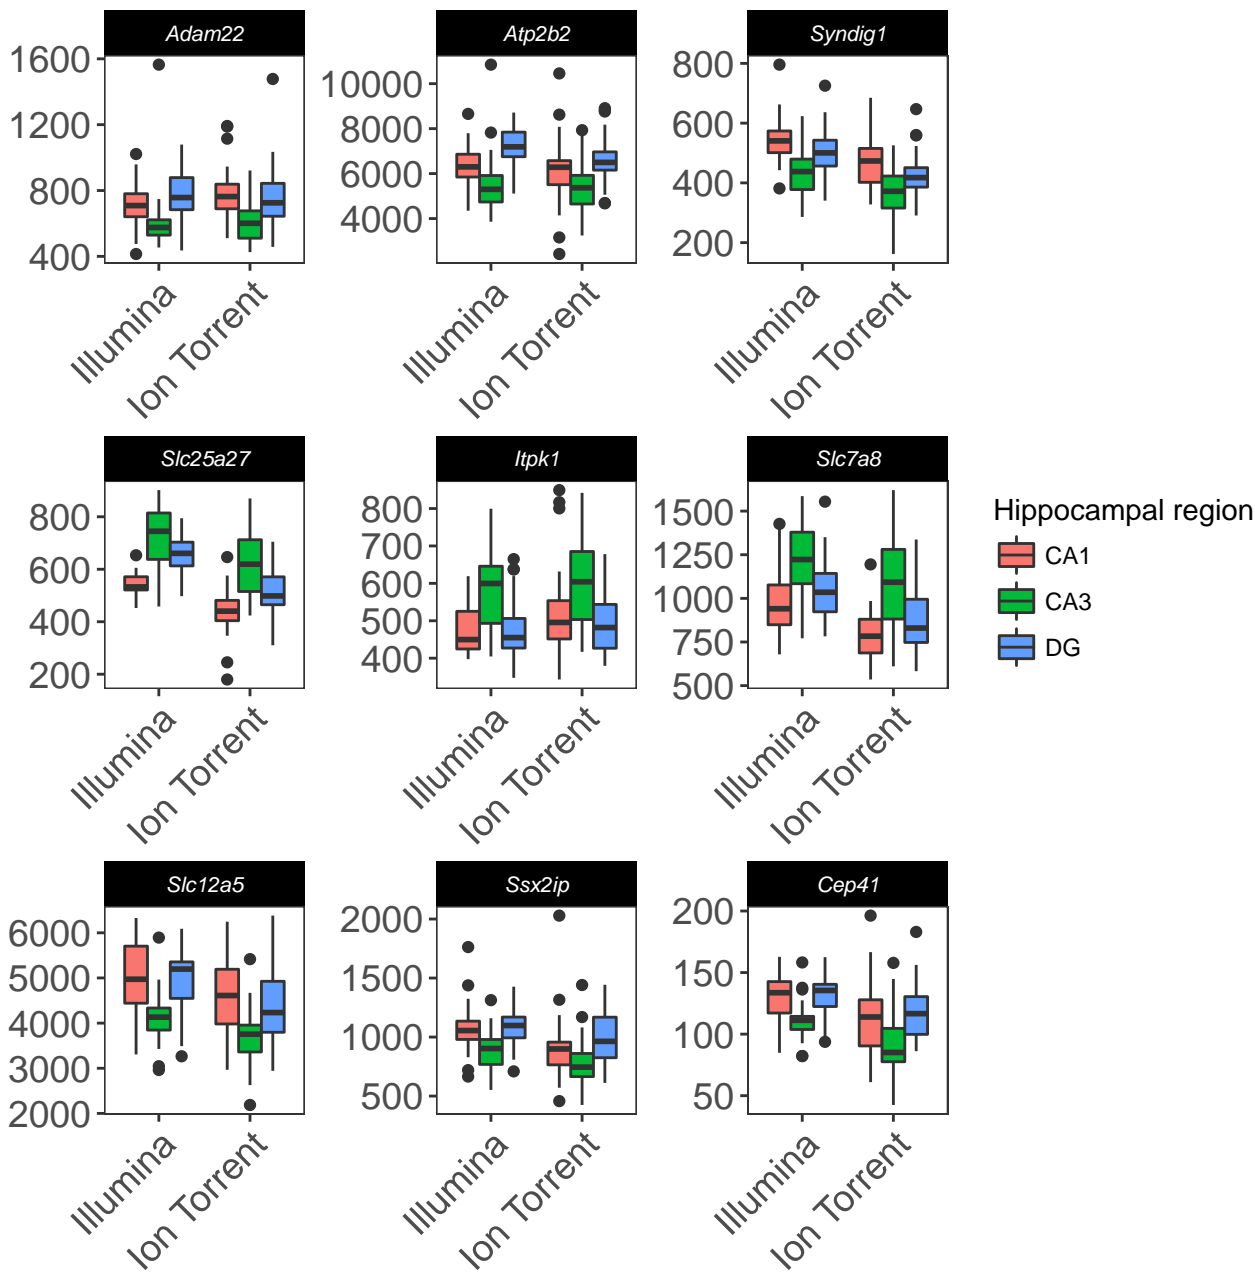

# Normalized counts

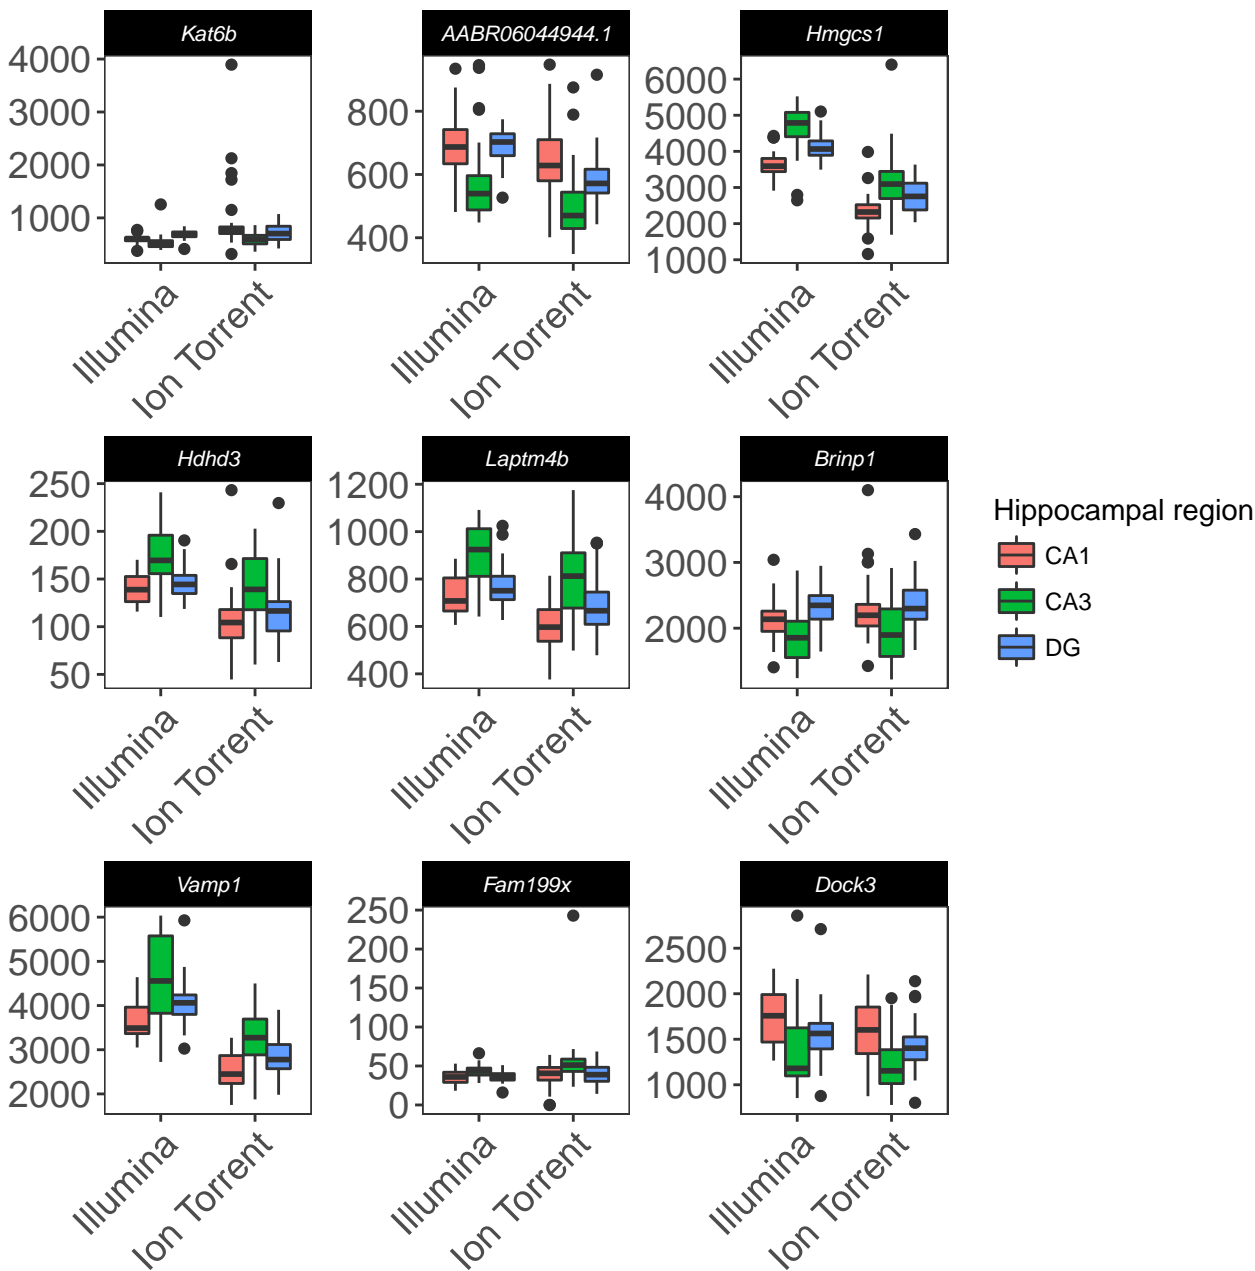

# Normalized counts

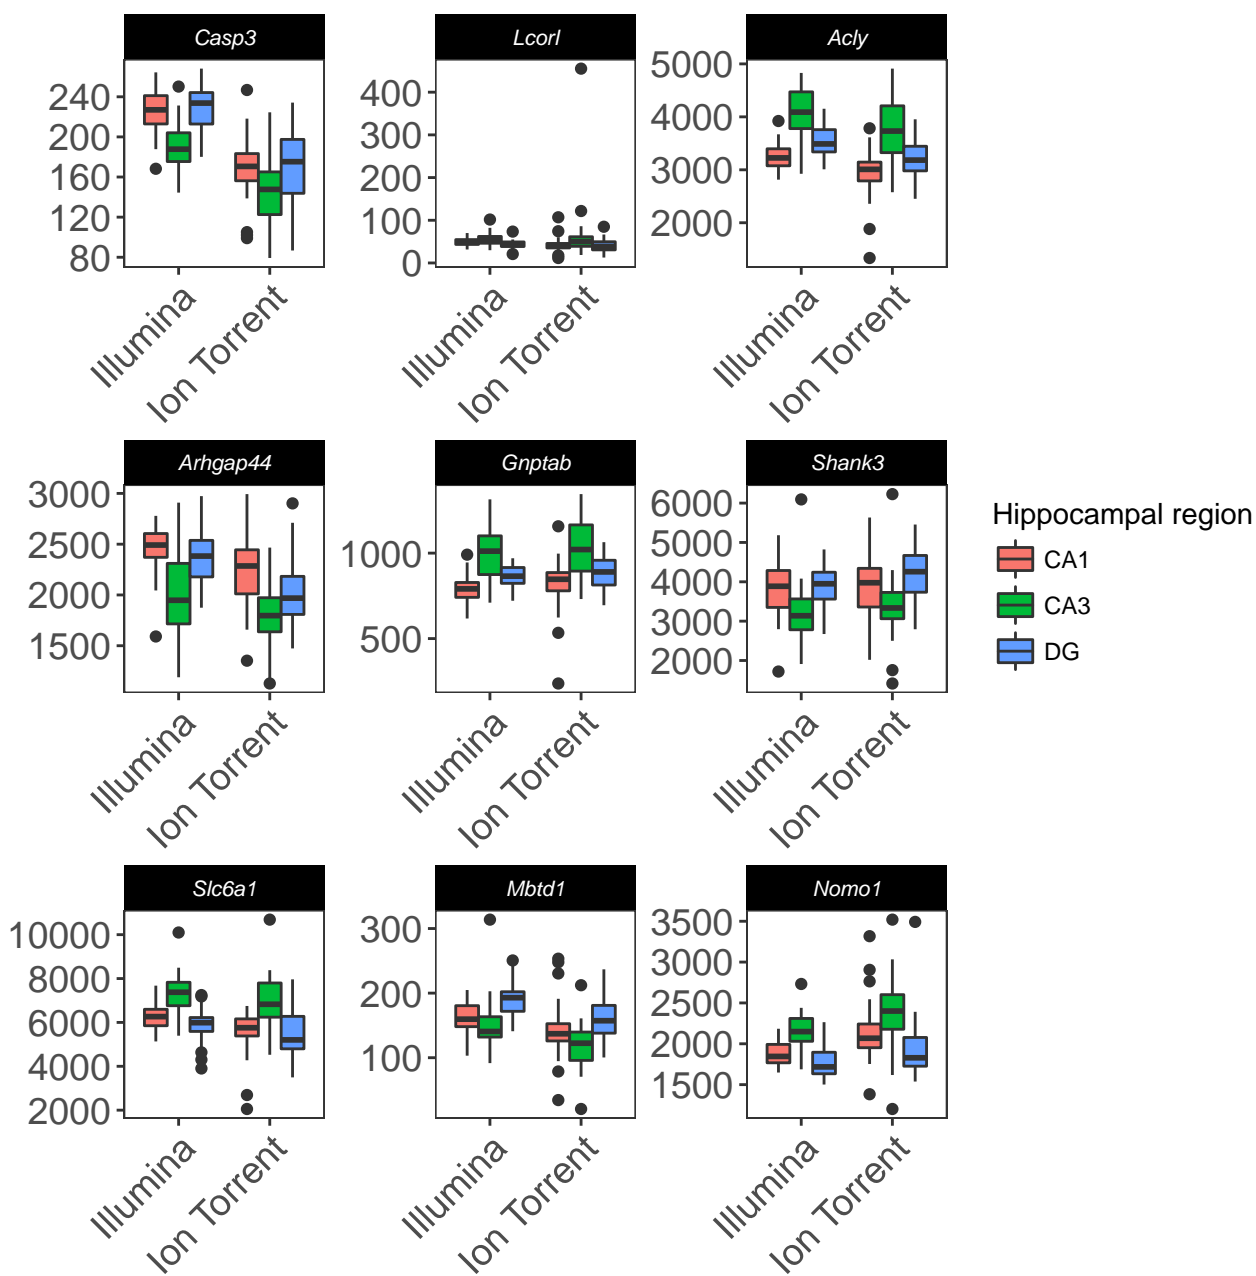

# Normalized counts

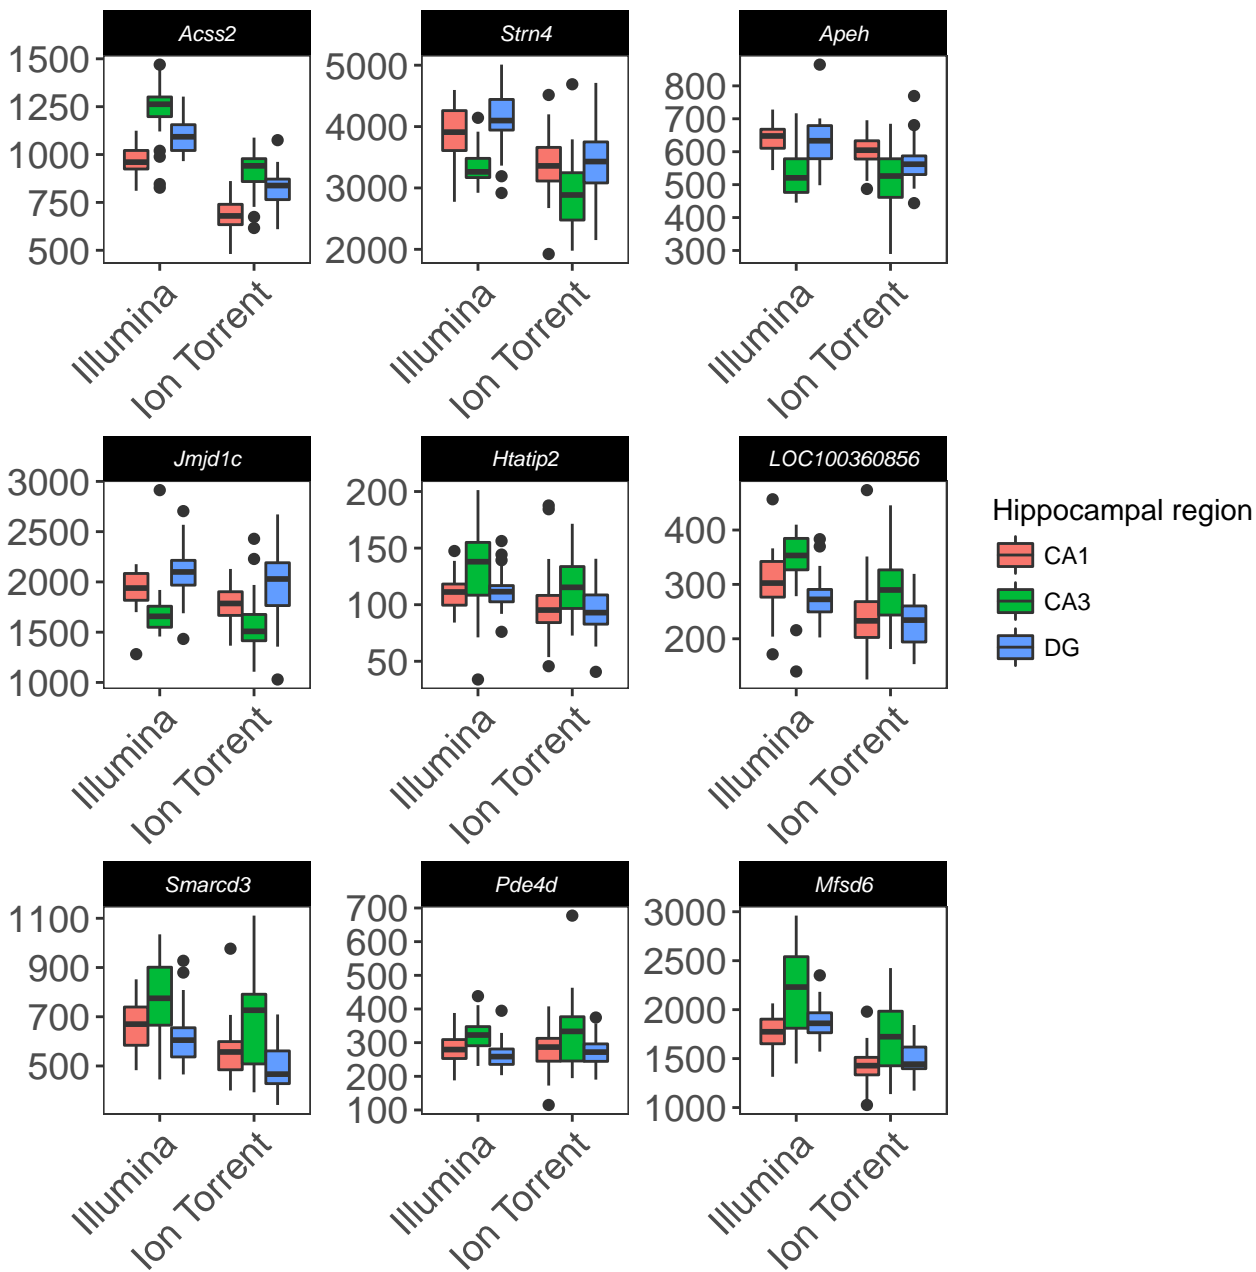

# Normalized counts

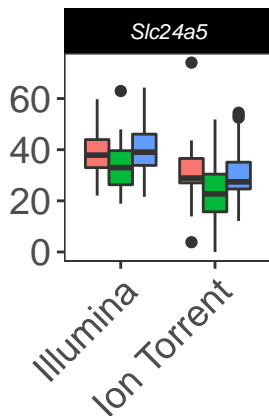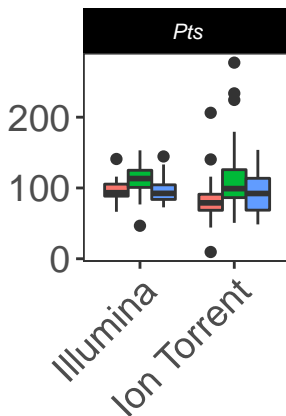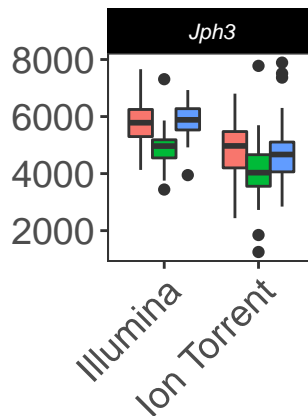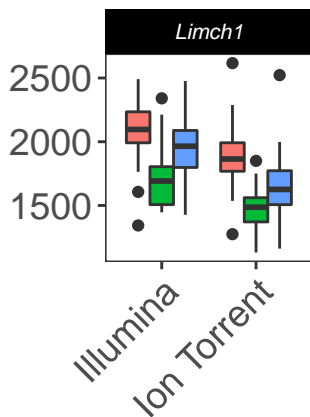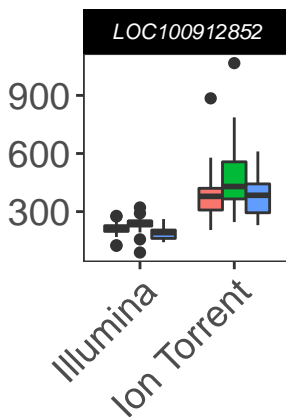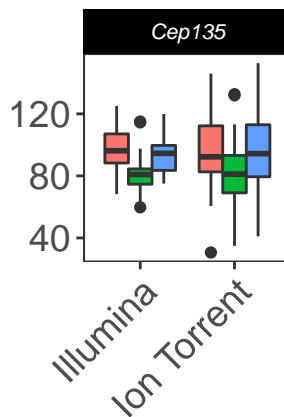

Hippocampal region

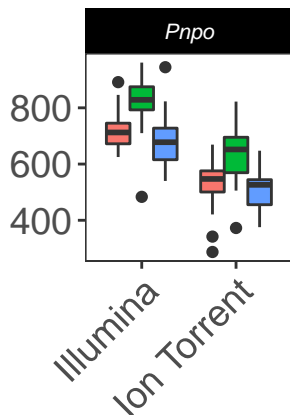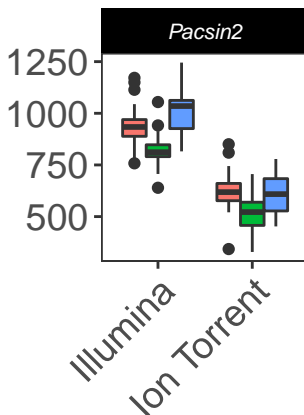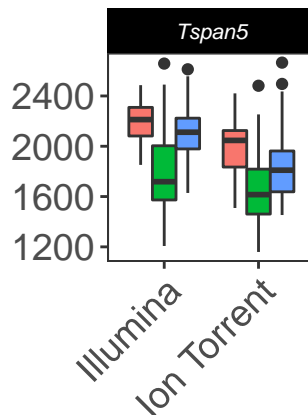

# Normalized counts

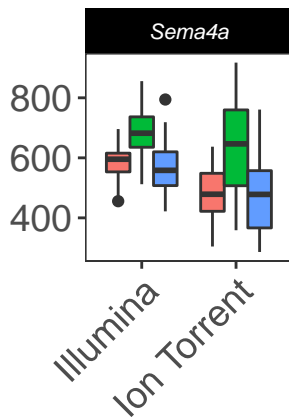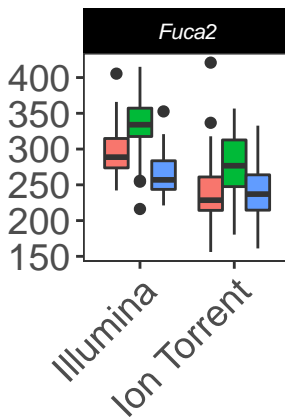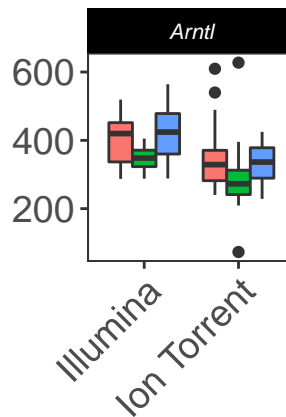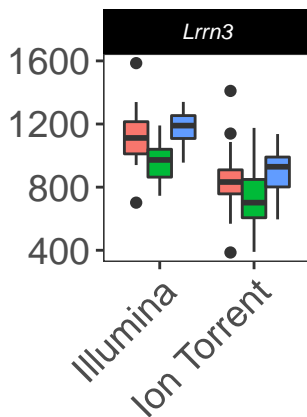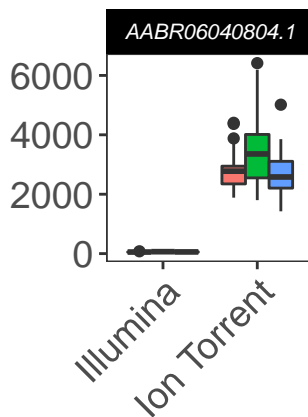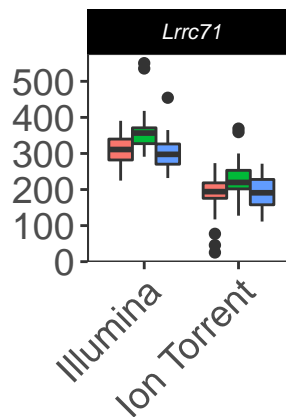

Hippocampal region

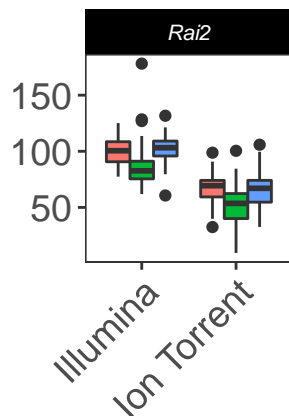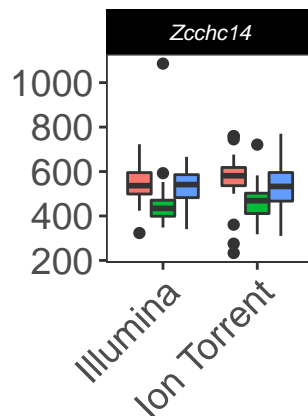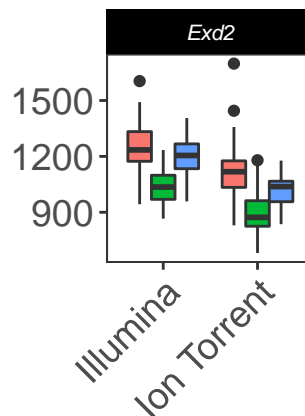

# Normalized counts

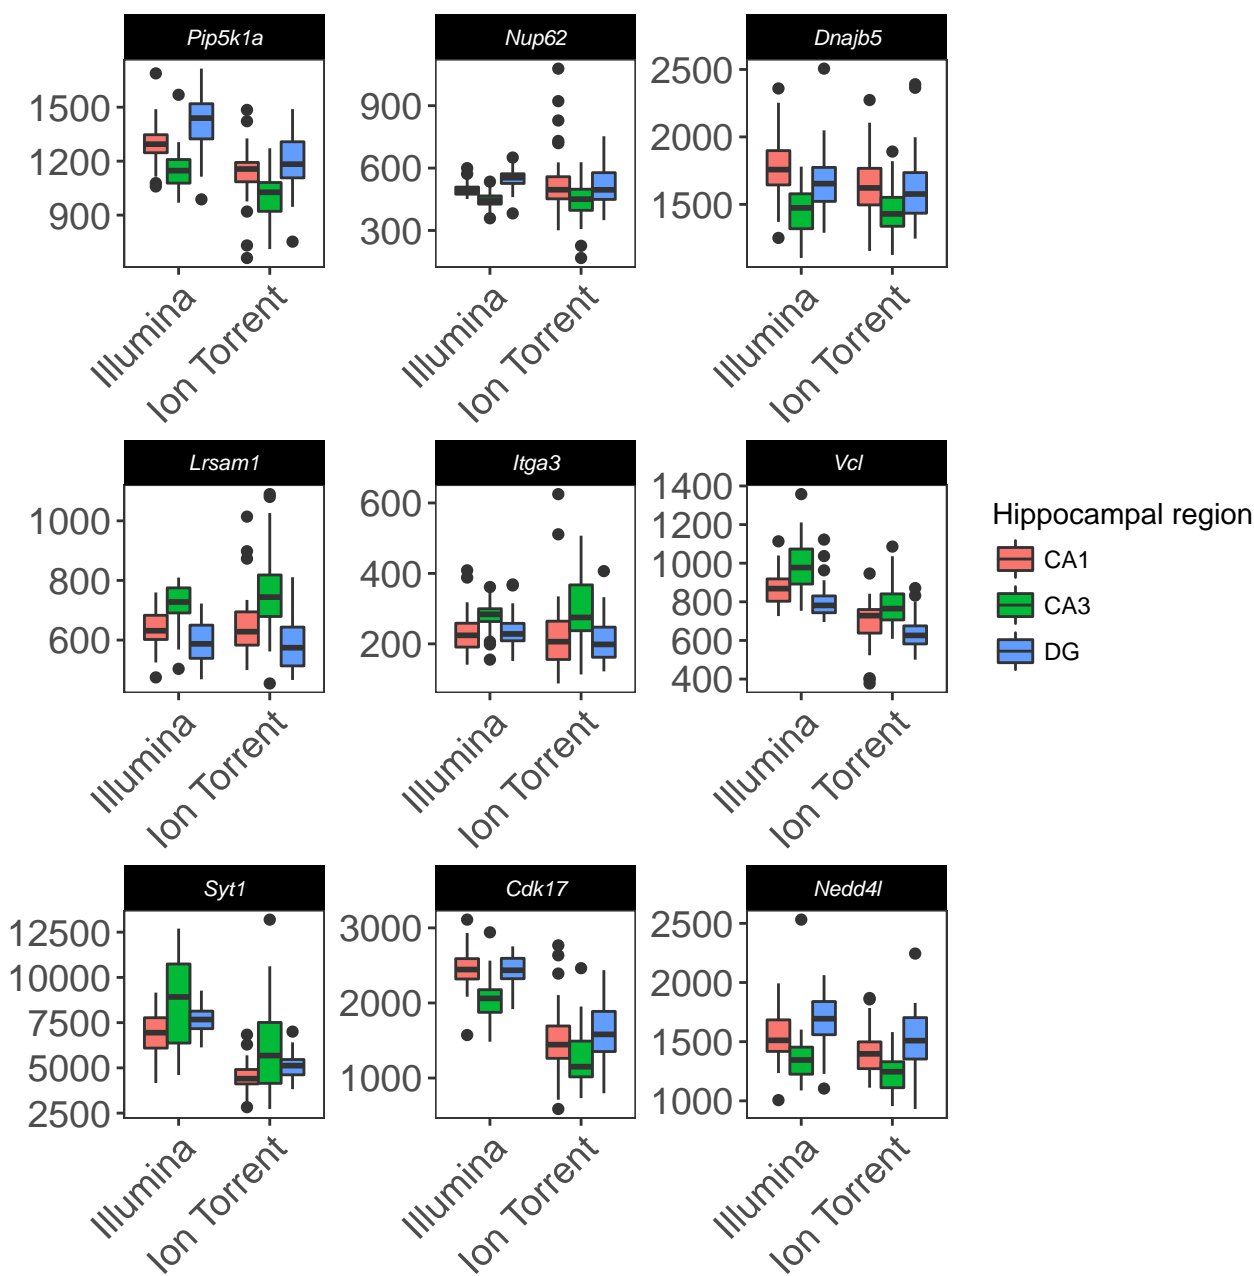

# Normalized counts

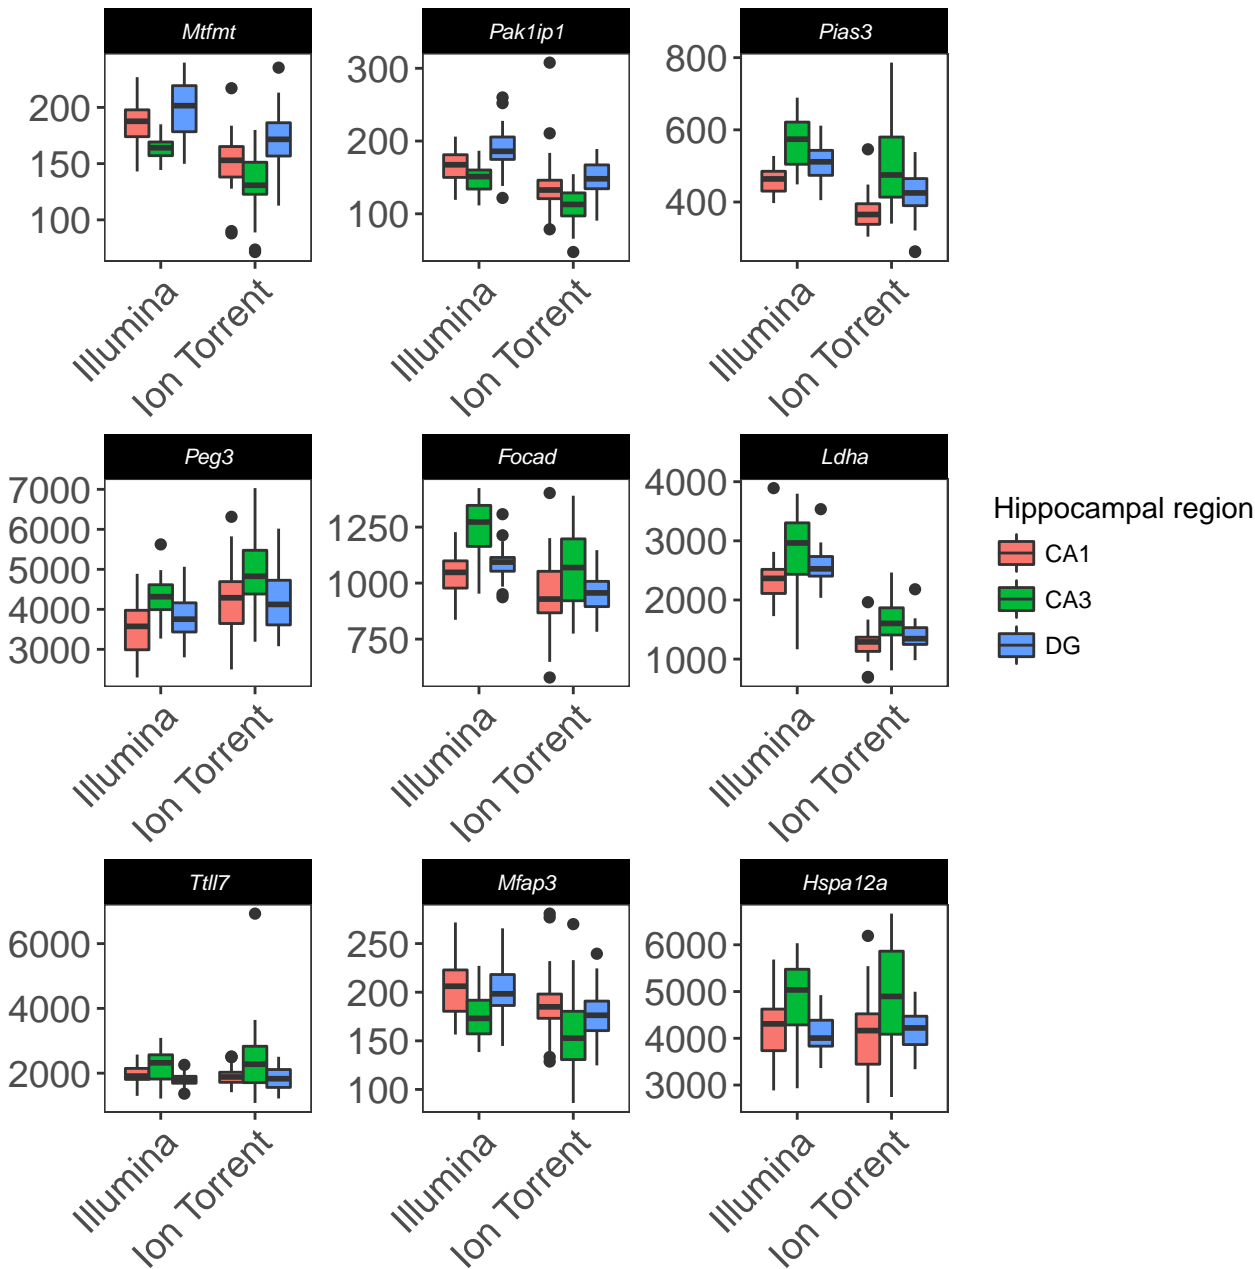

# Normalized counts

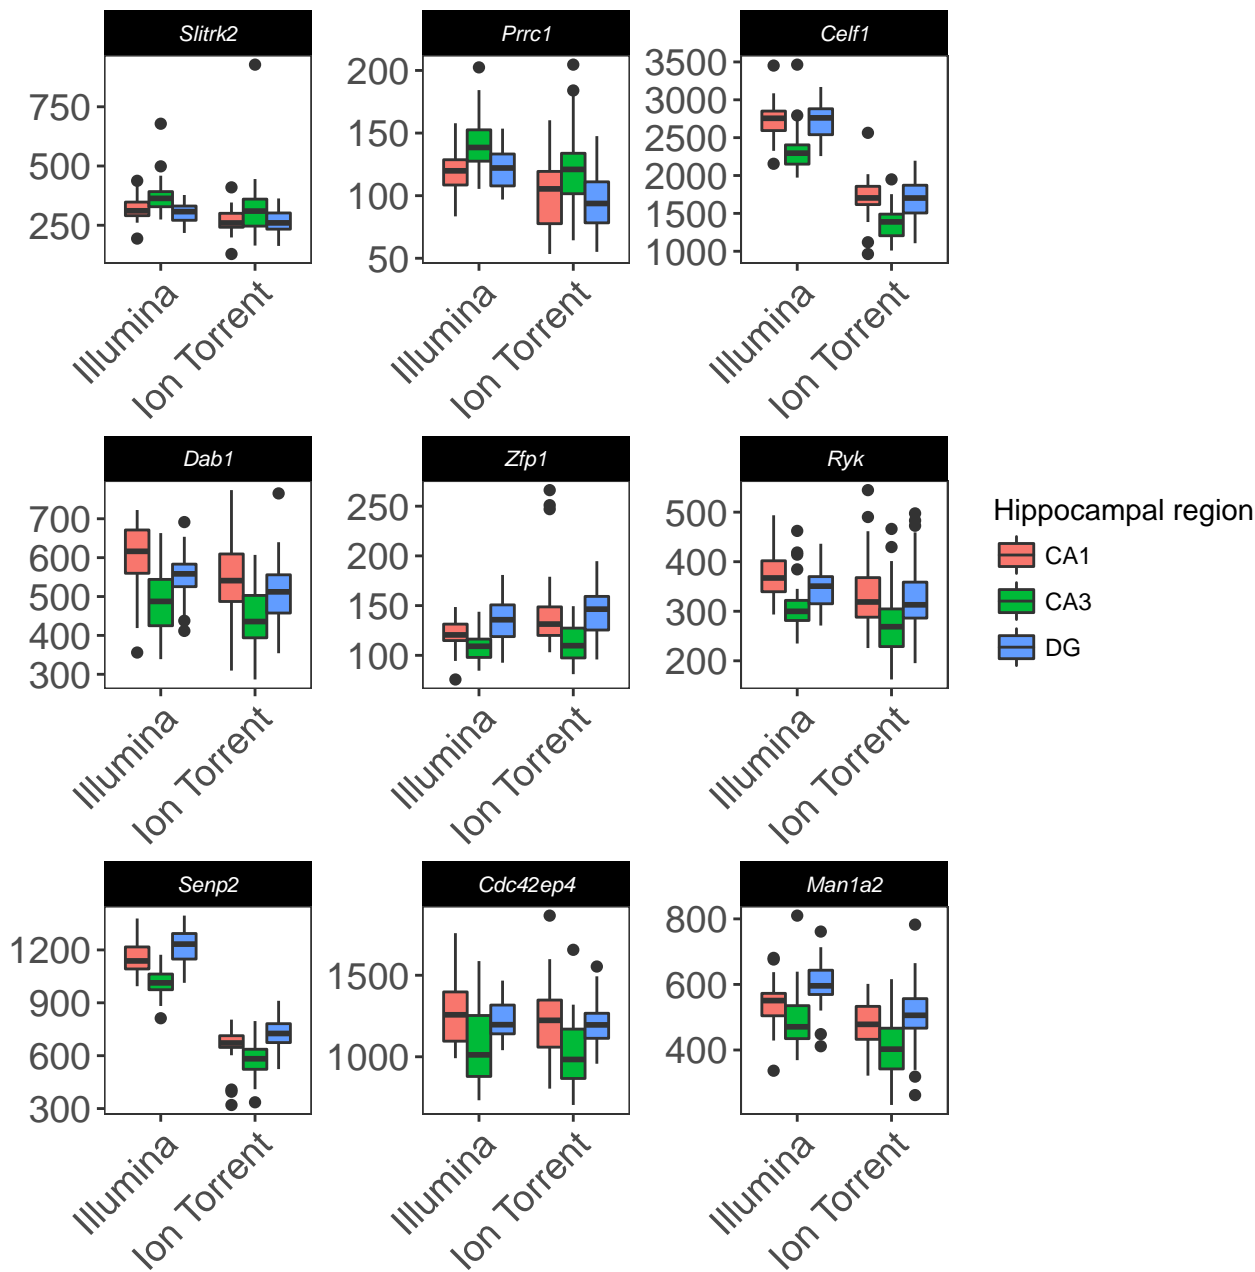

# Normalized counts

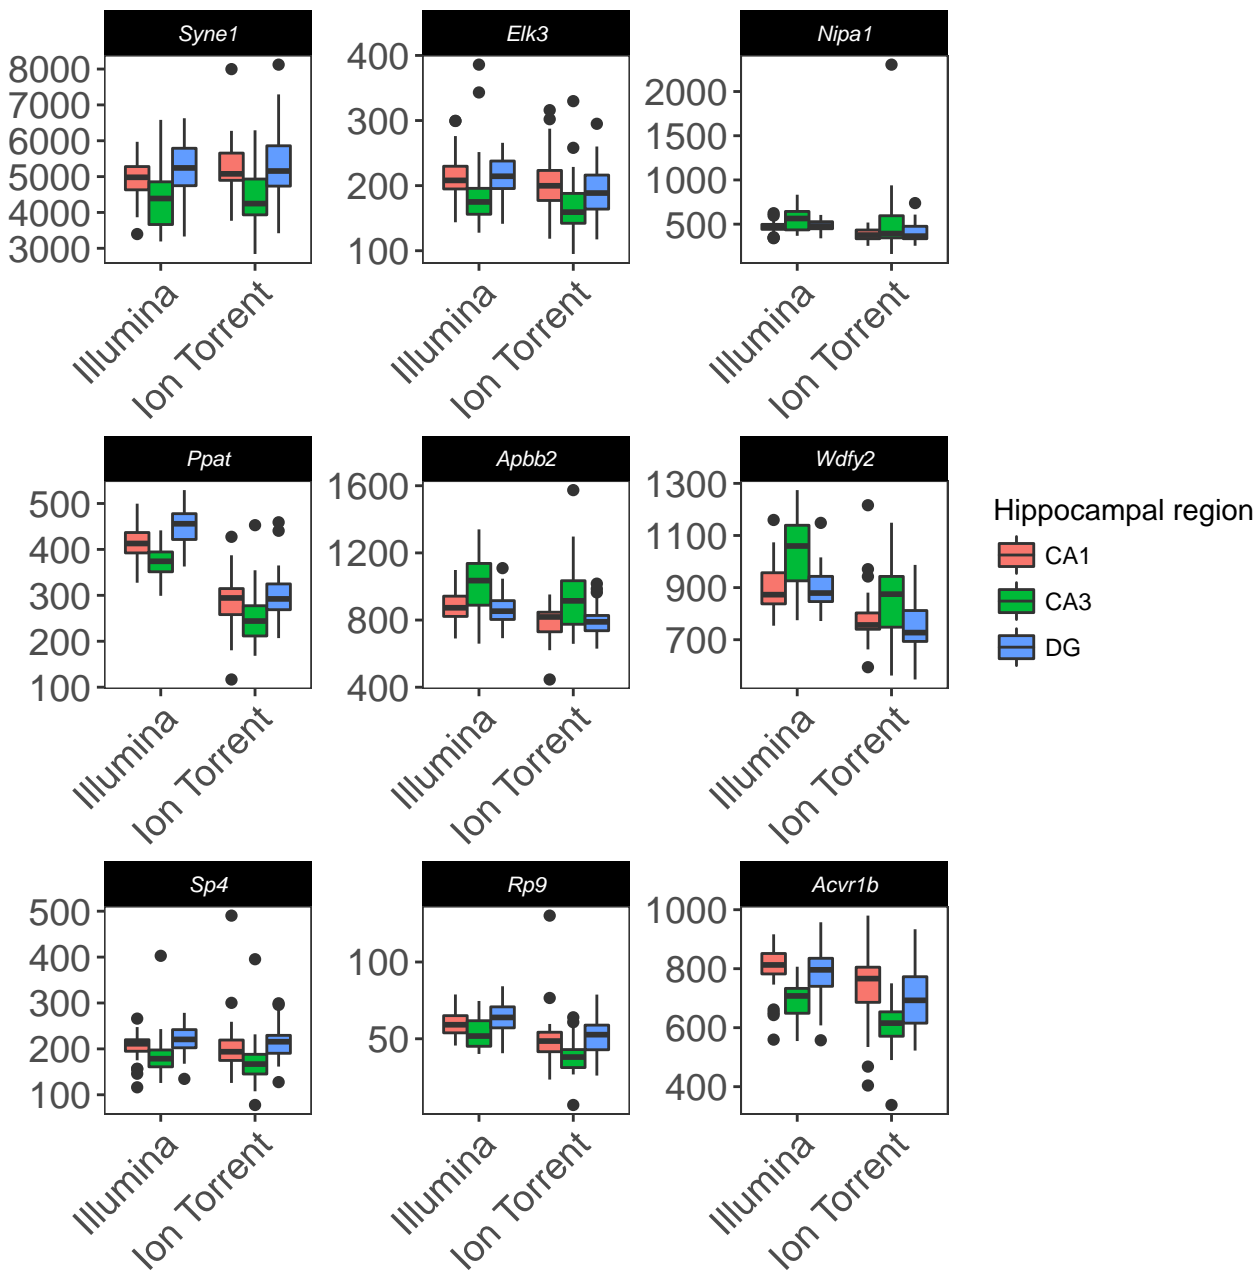

# Normalized counts

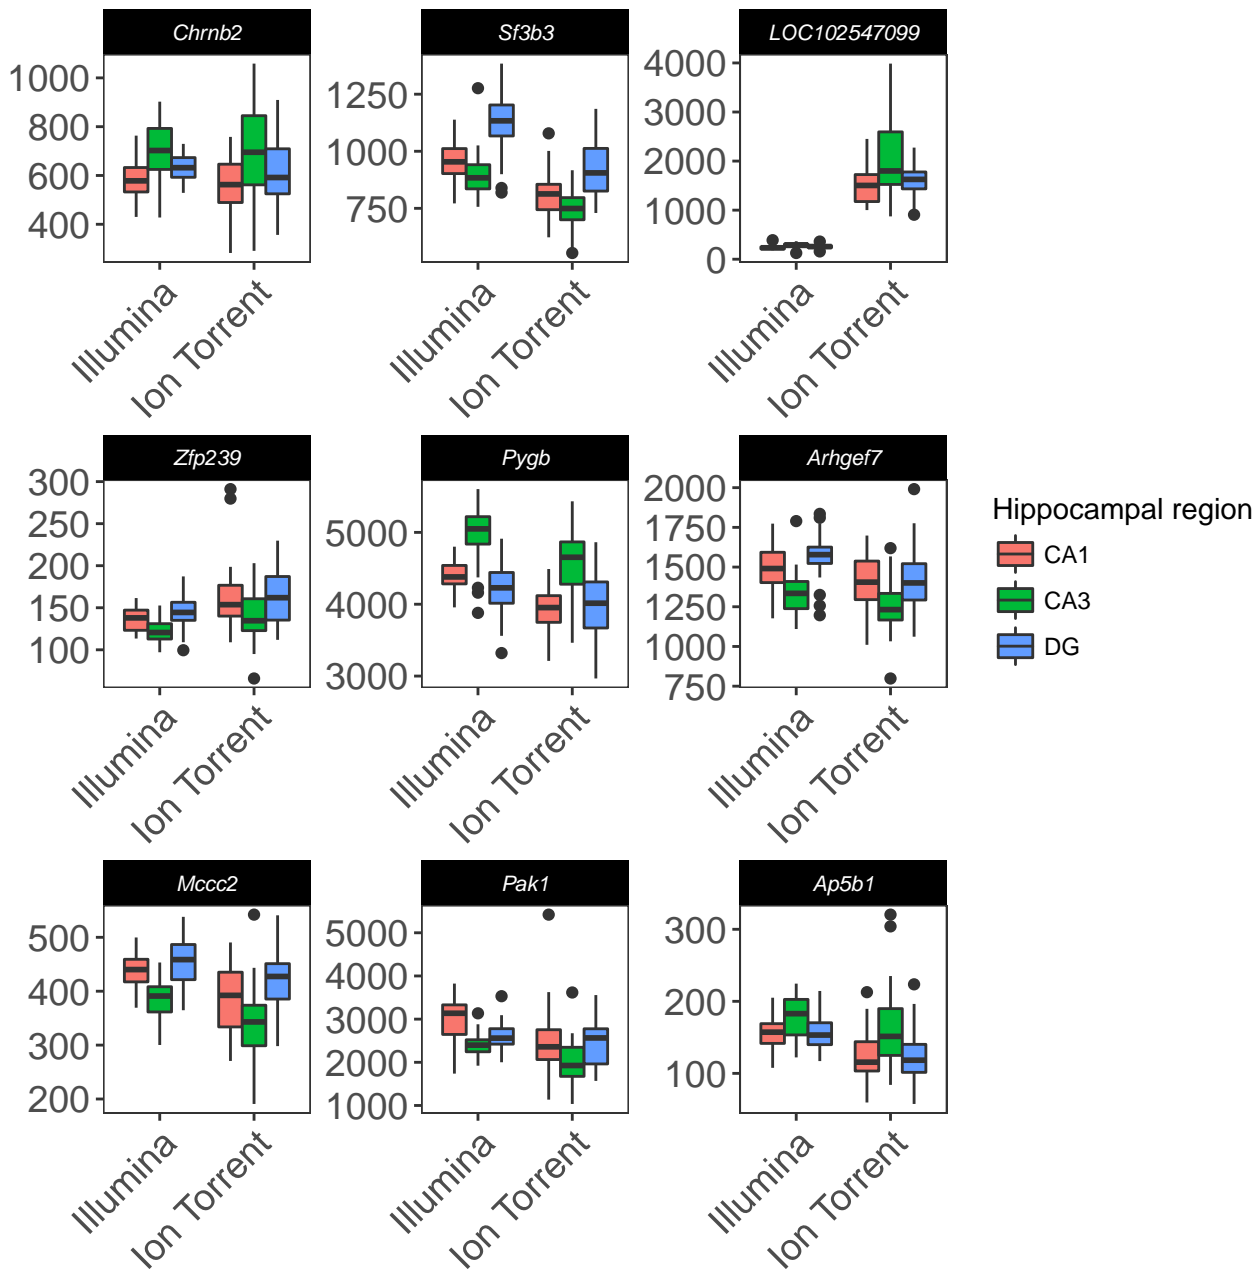

# Normalized counts

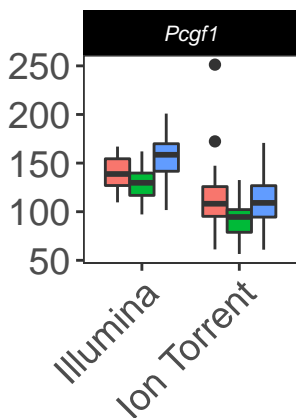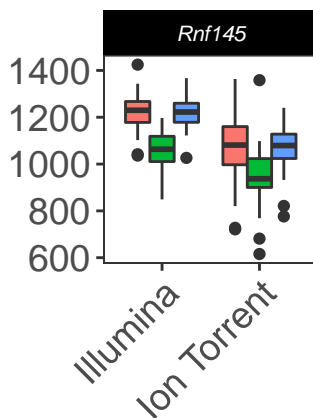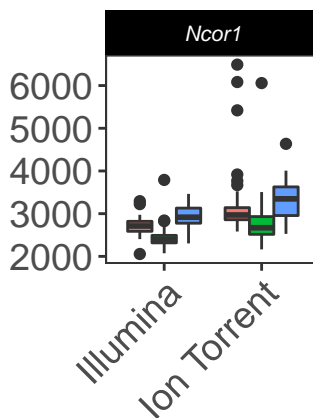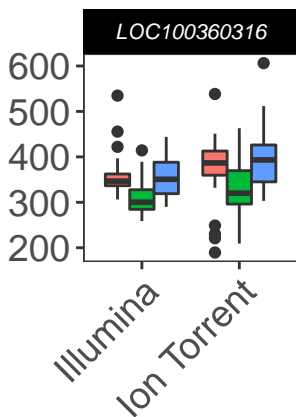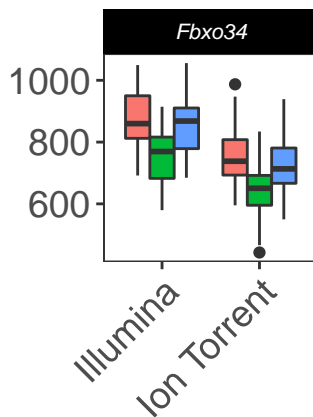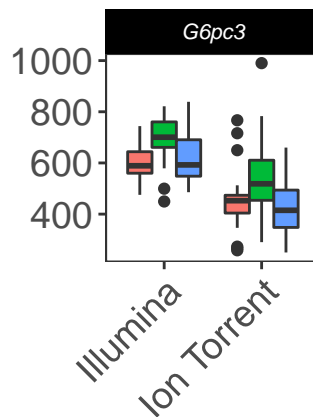

Hippocampal region

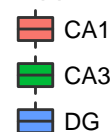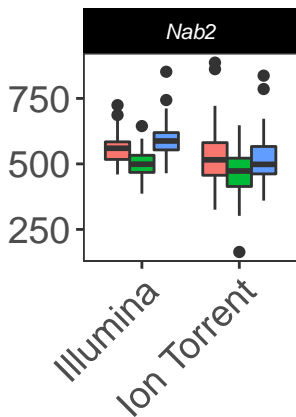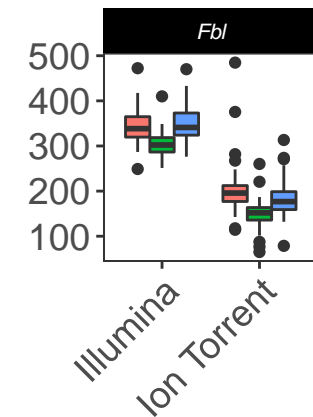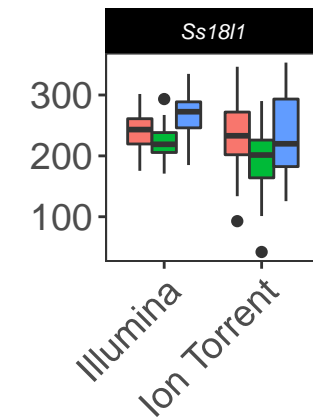

# Normalized counts

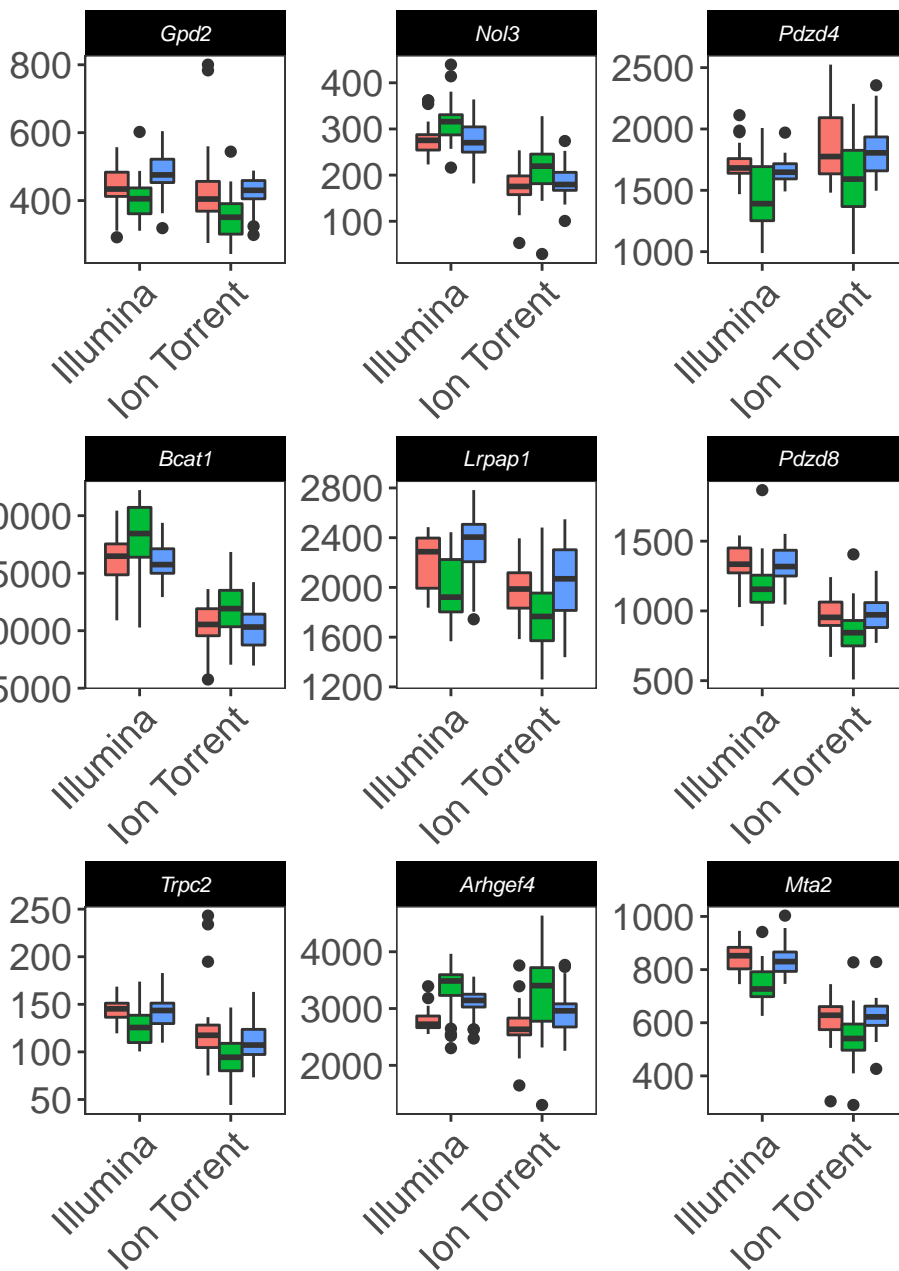

Hippocampal region

# Normalized counts

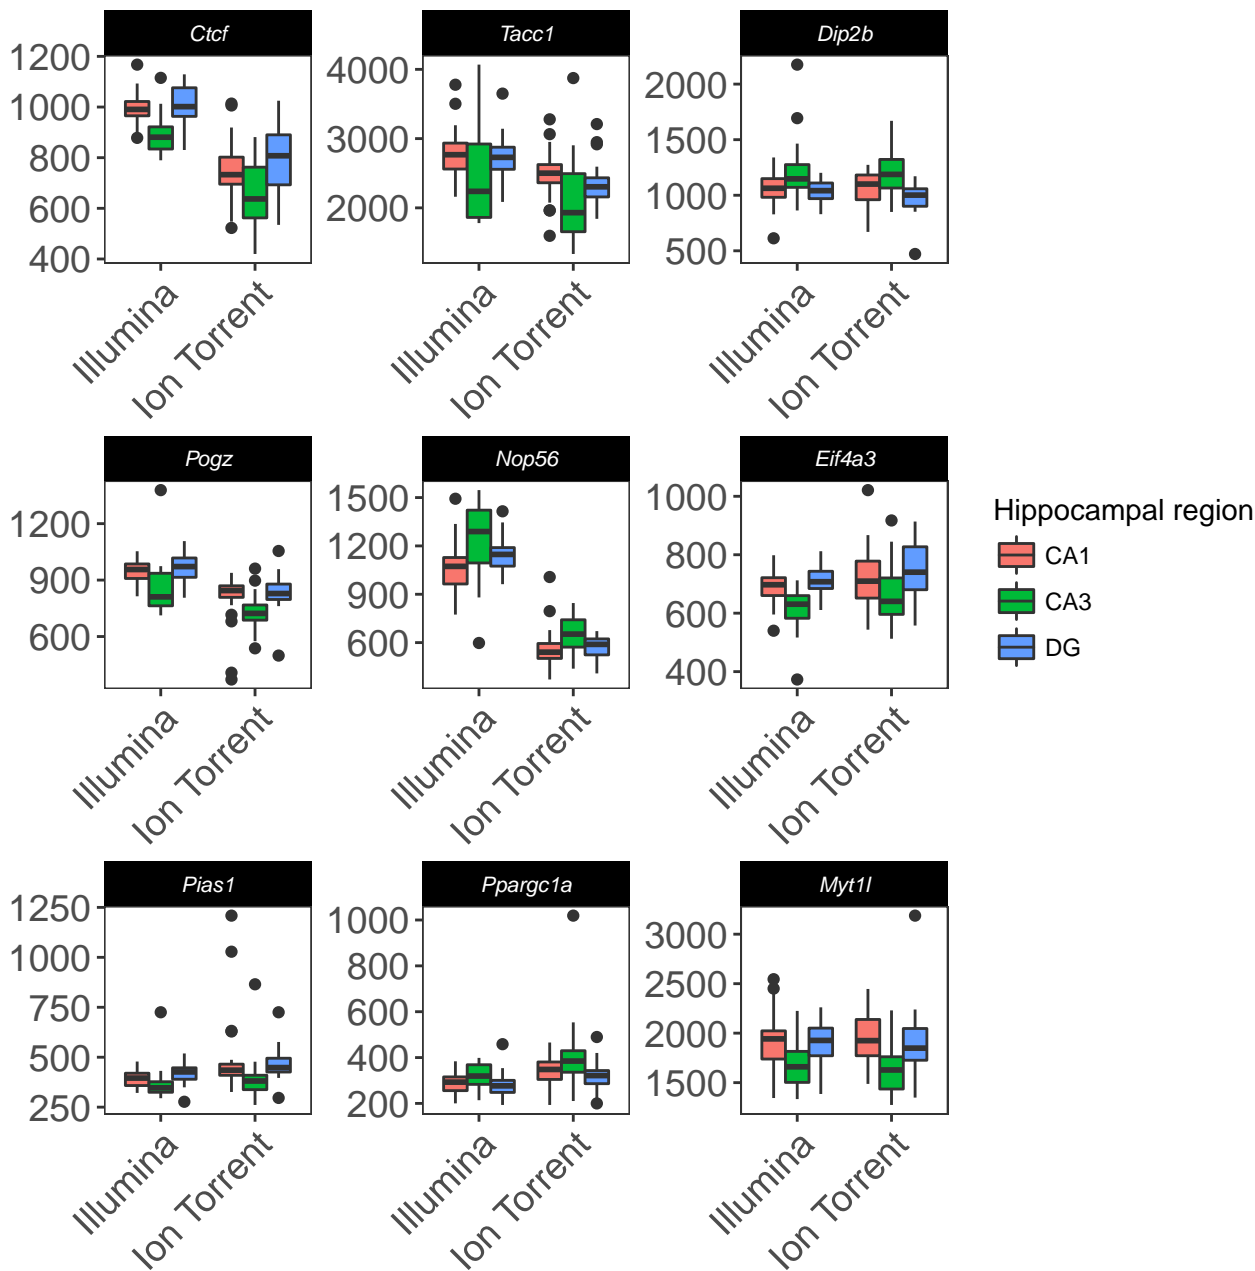

# Normalized counts

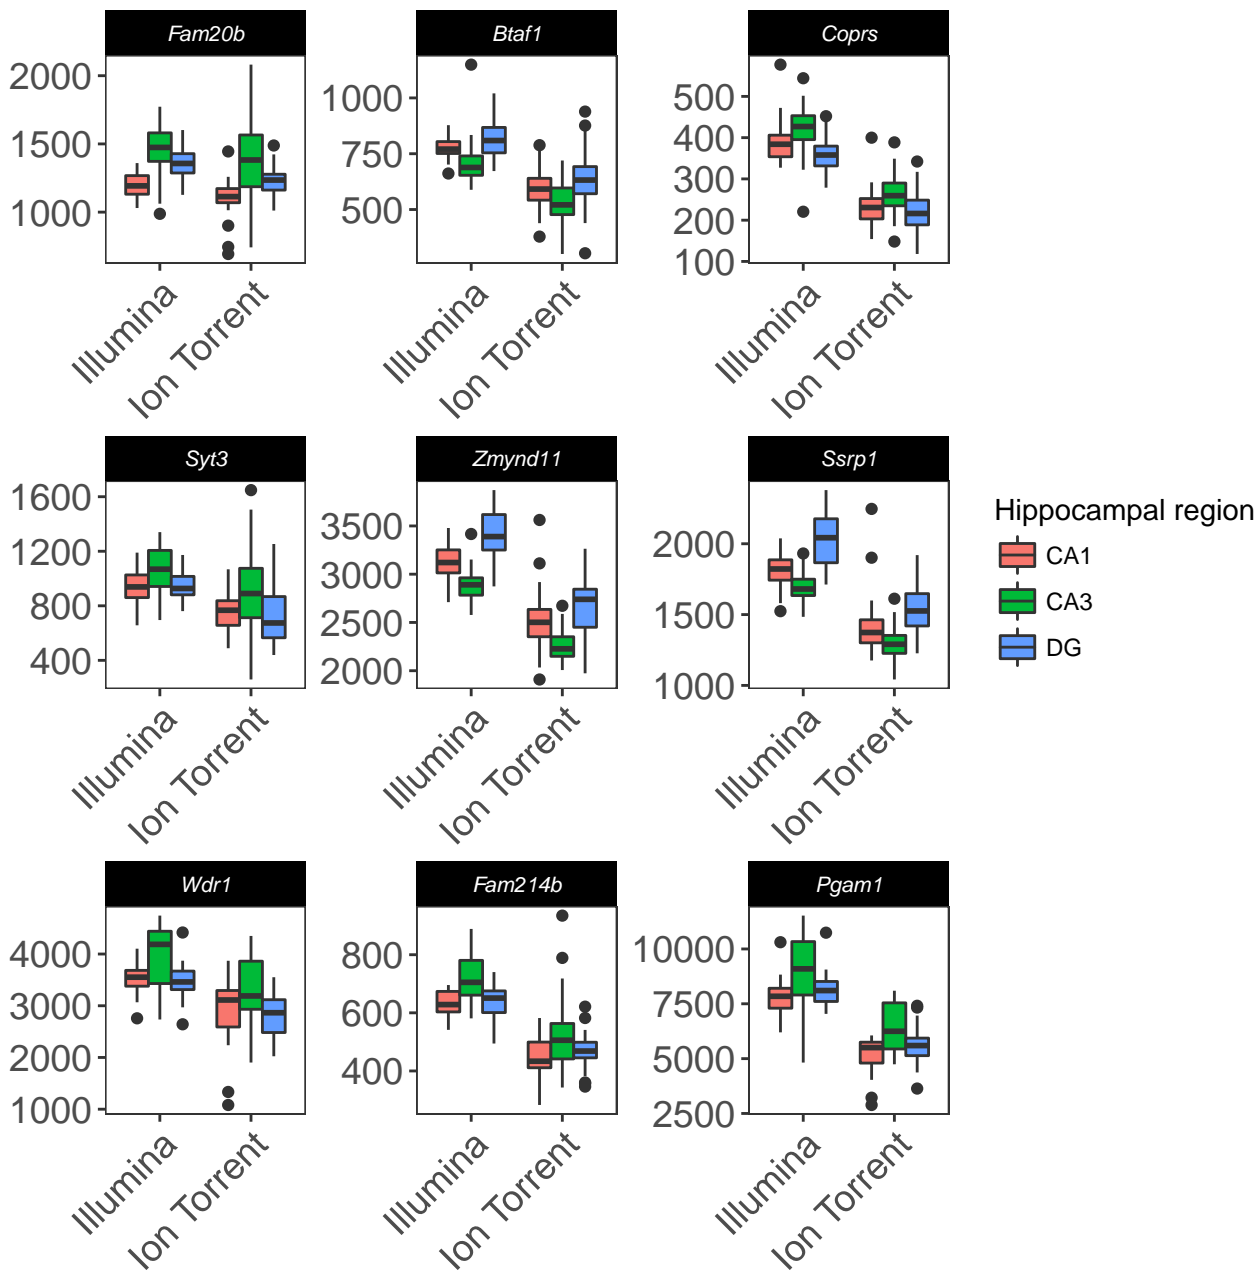

# Normalized counts

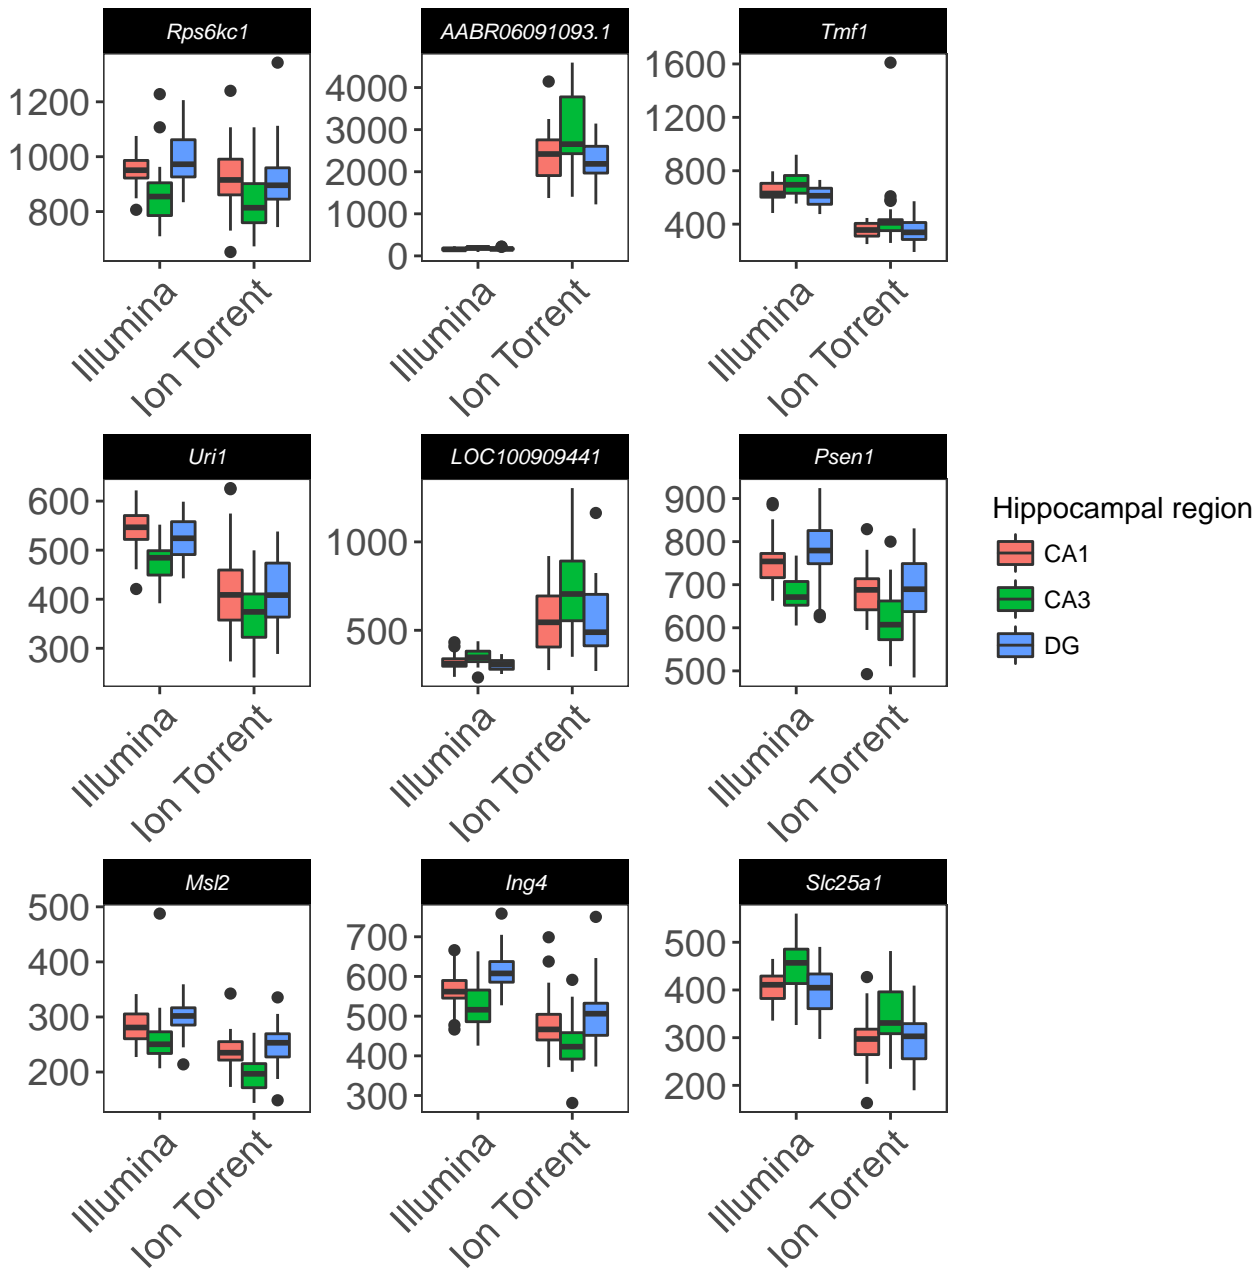

# Normalized counts

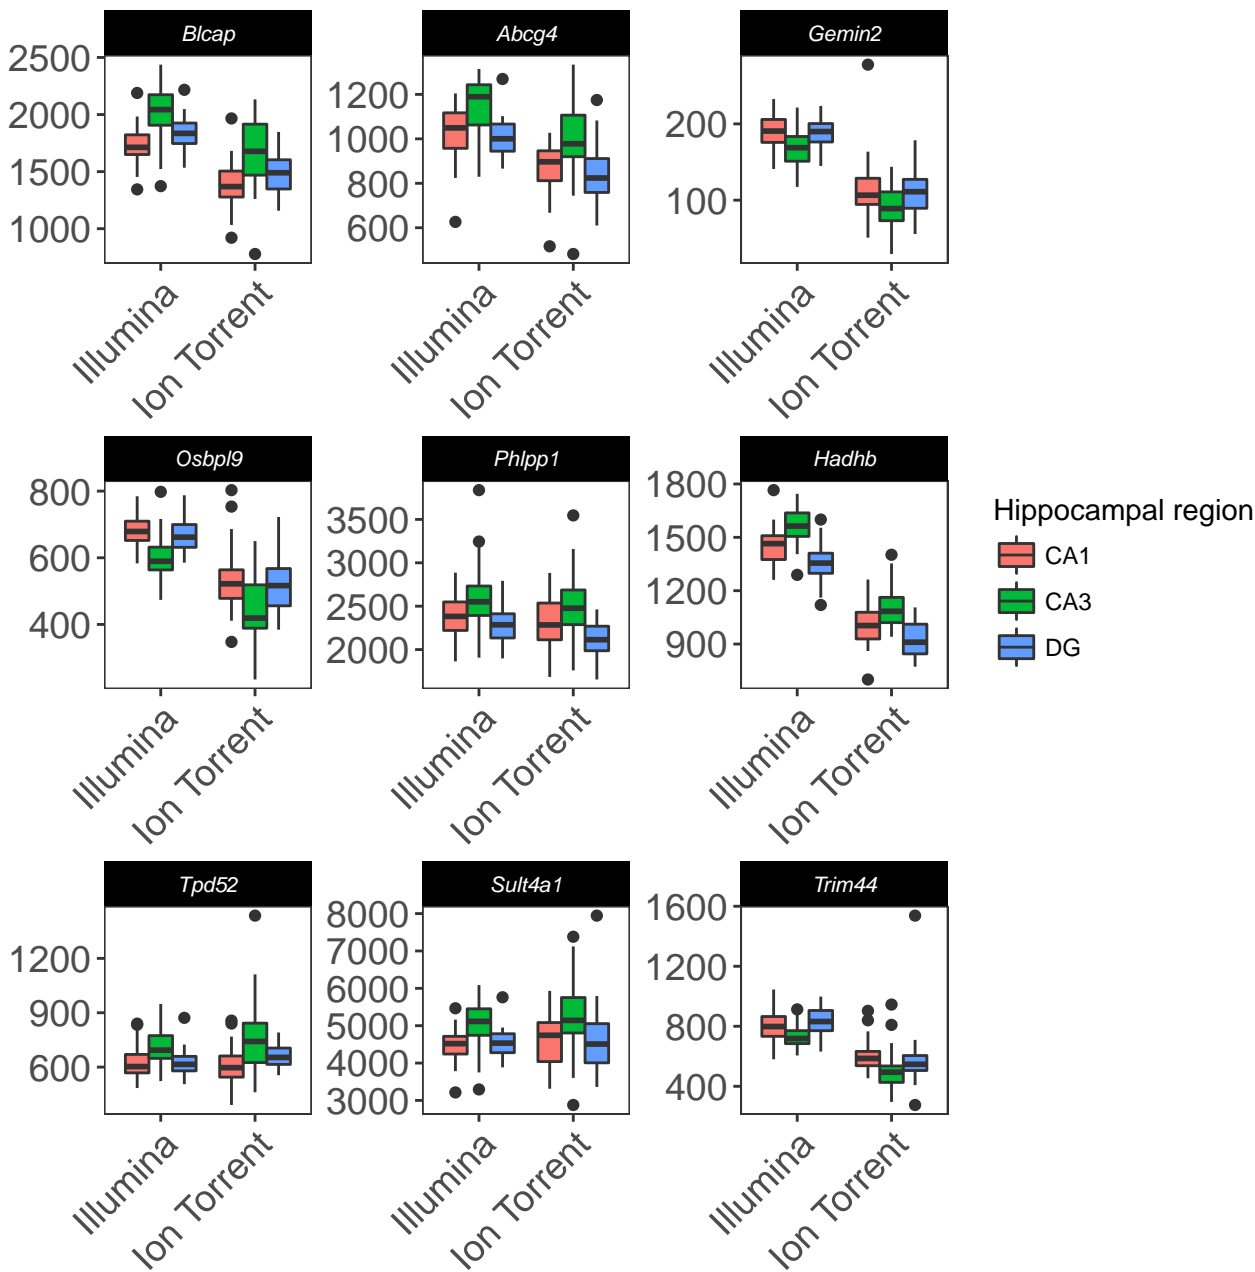

# Normalized counts

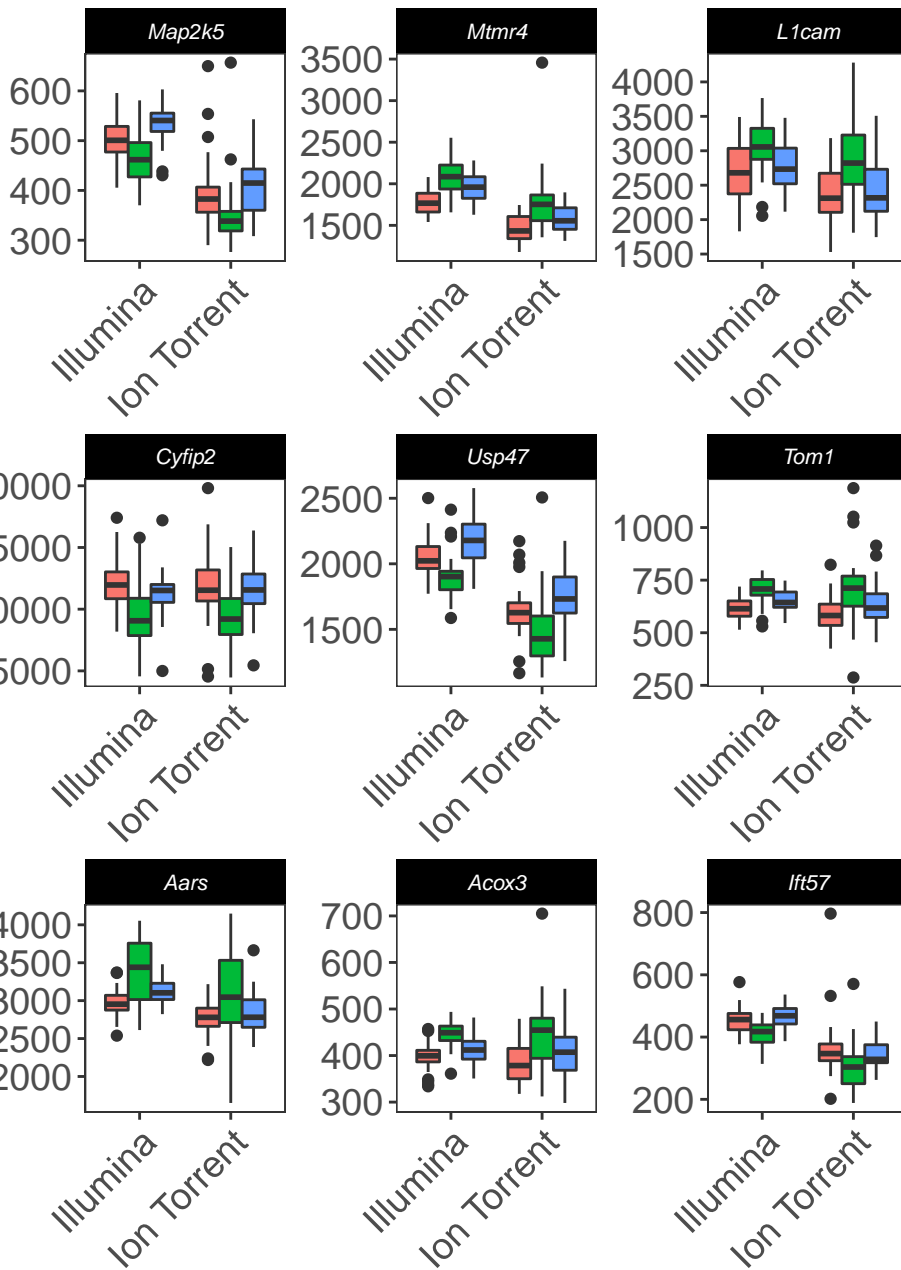

Hippocampal region

# Normalized counts

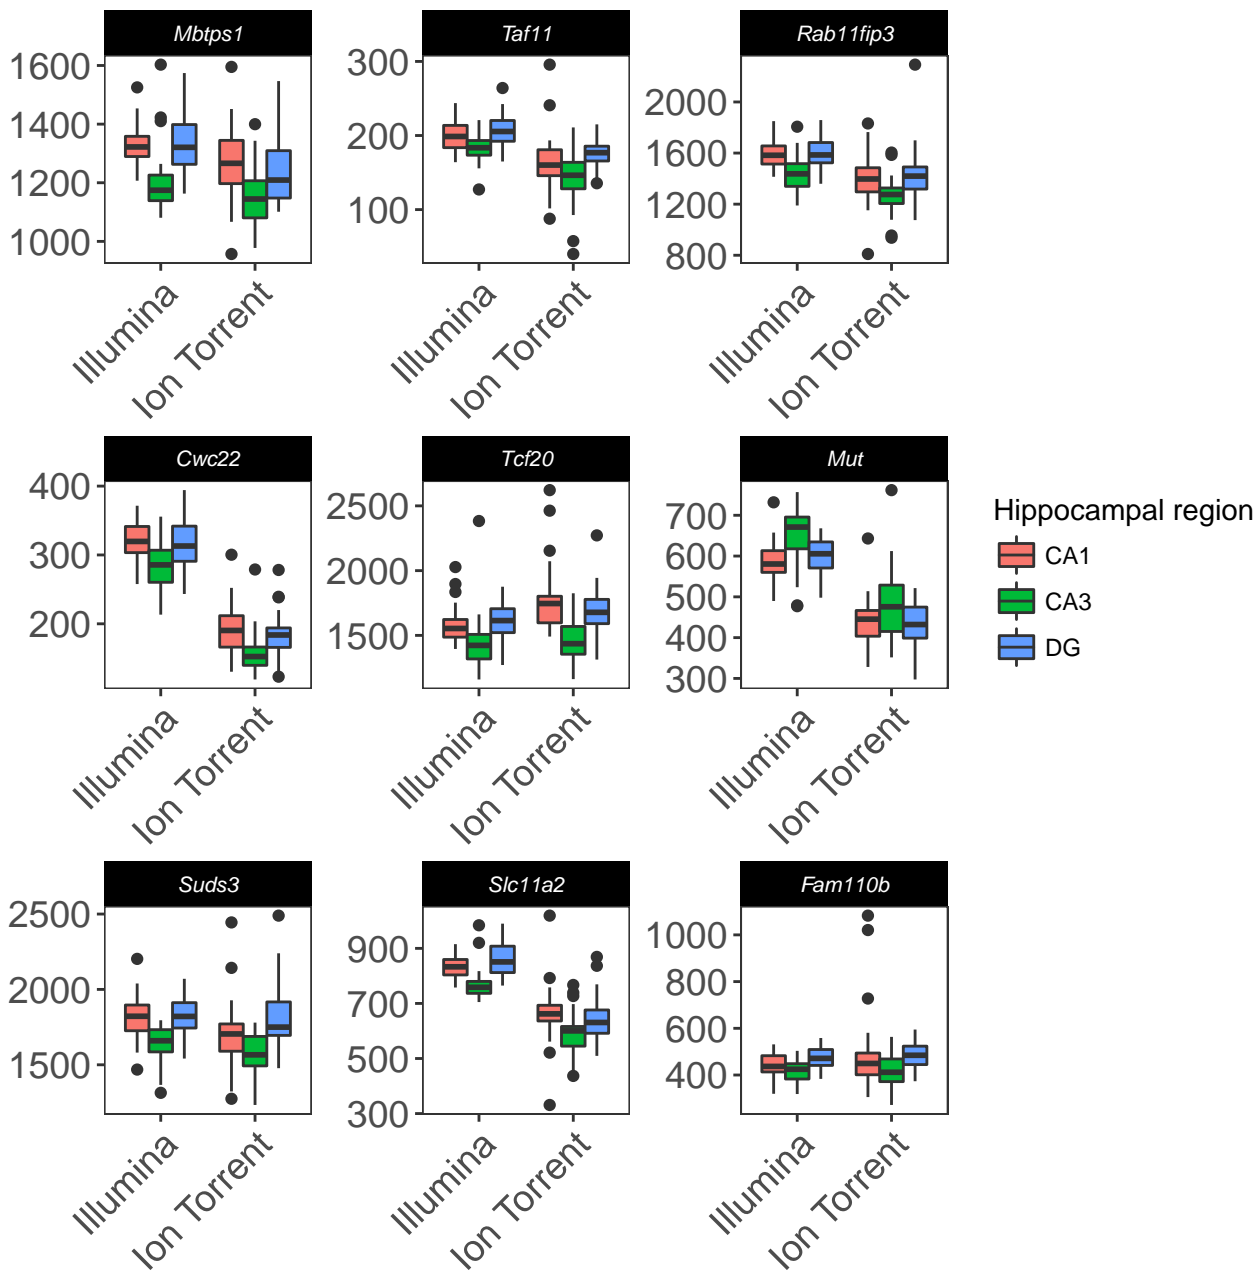

# Normalized counts

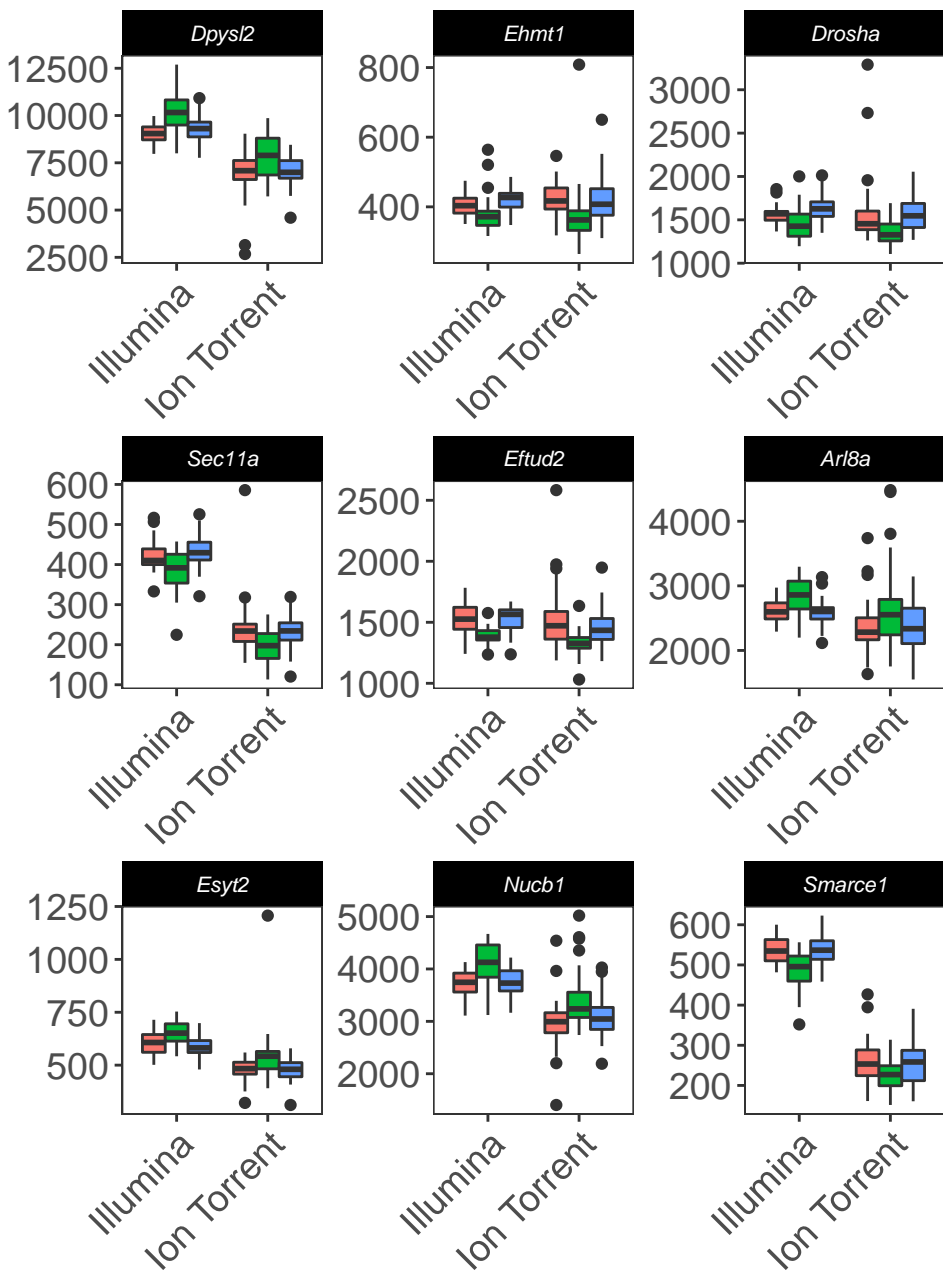

# Normalized counts

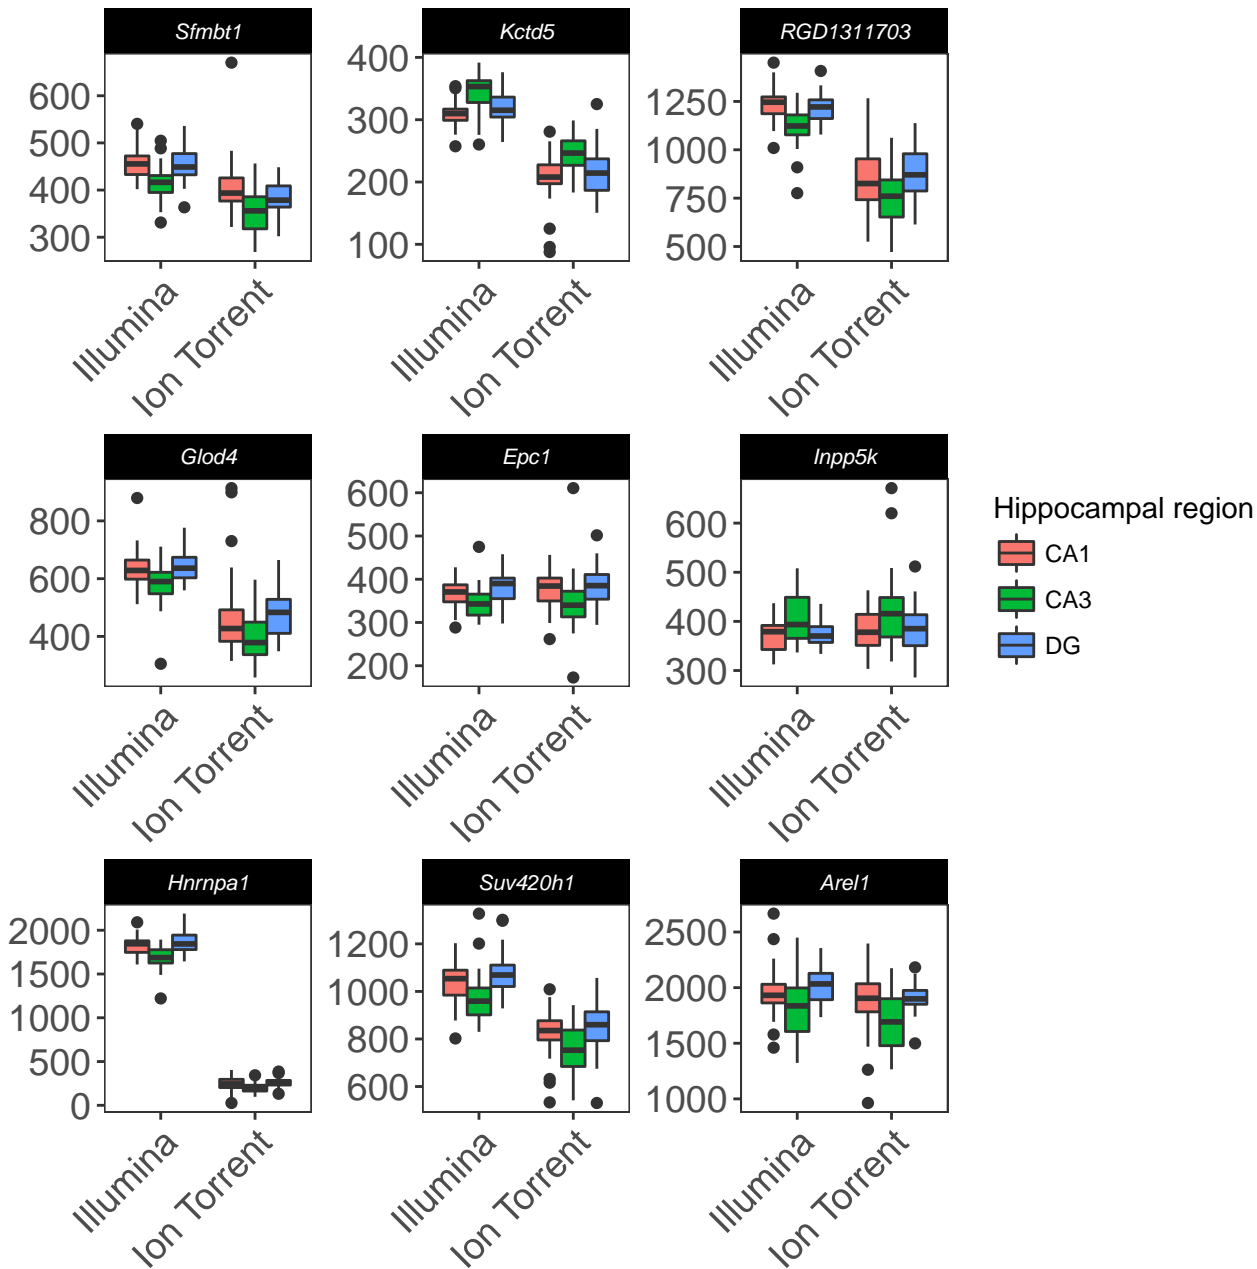

# Normalized counts

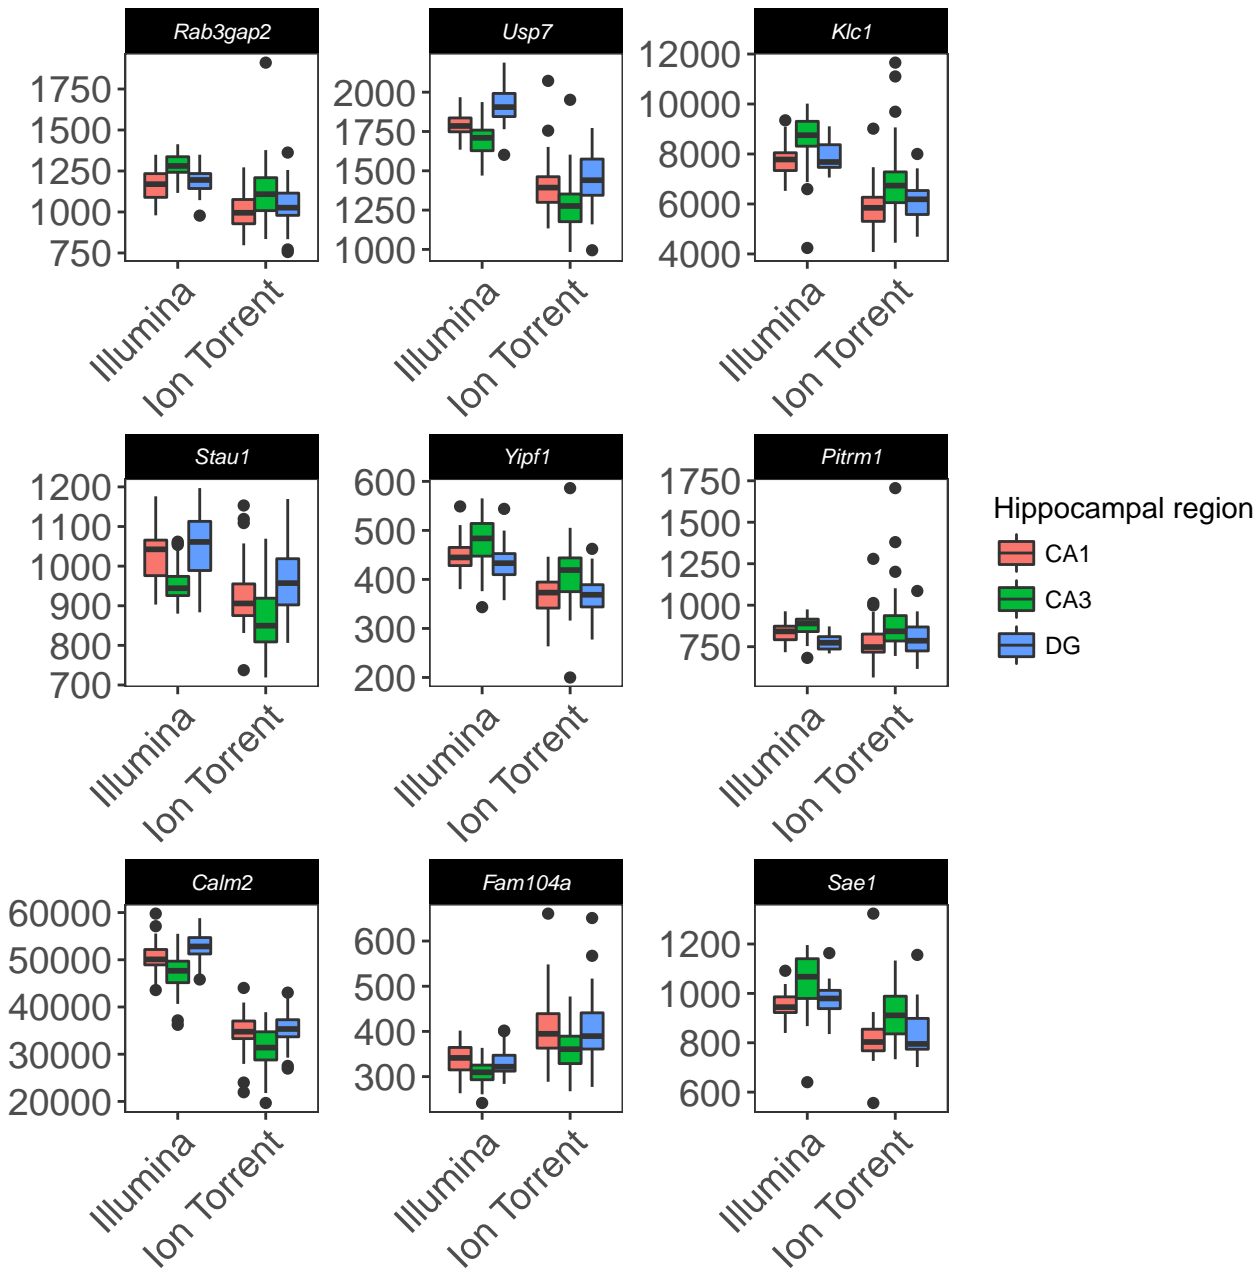

# Normalized counts

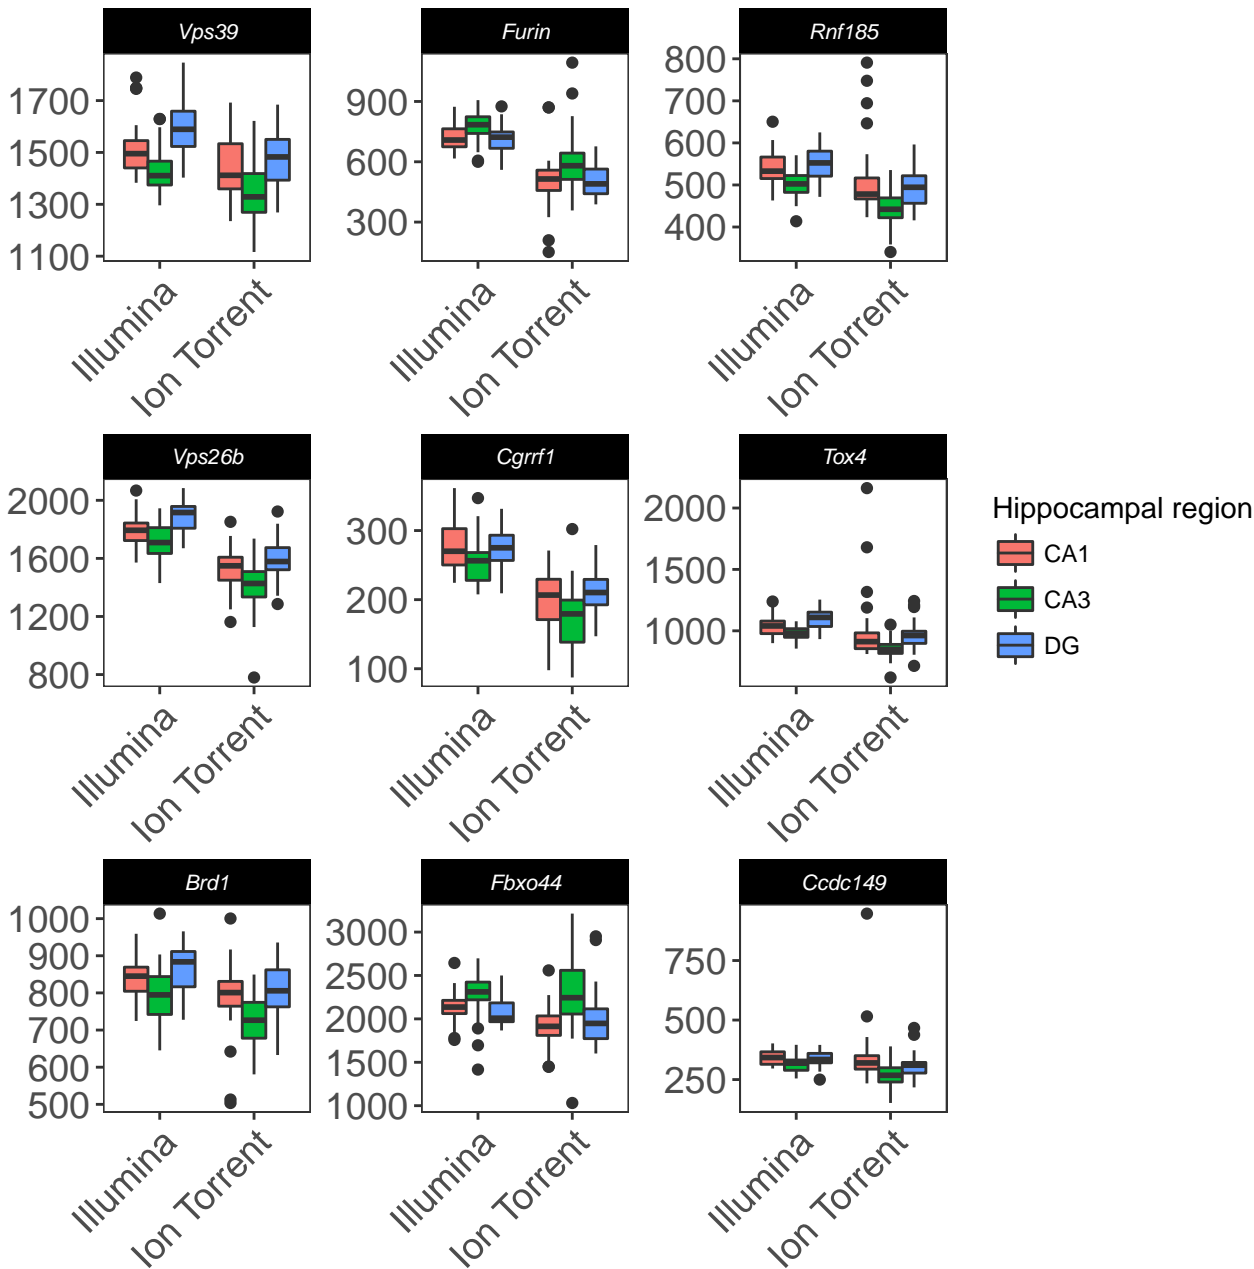

# Normalized counts

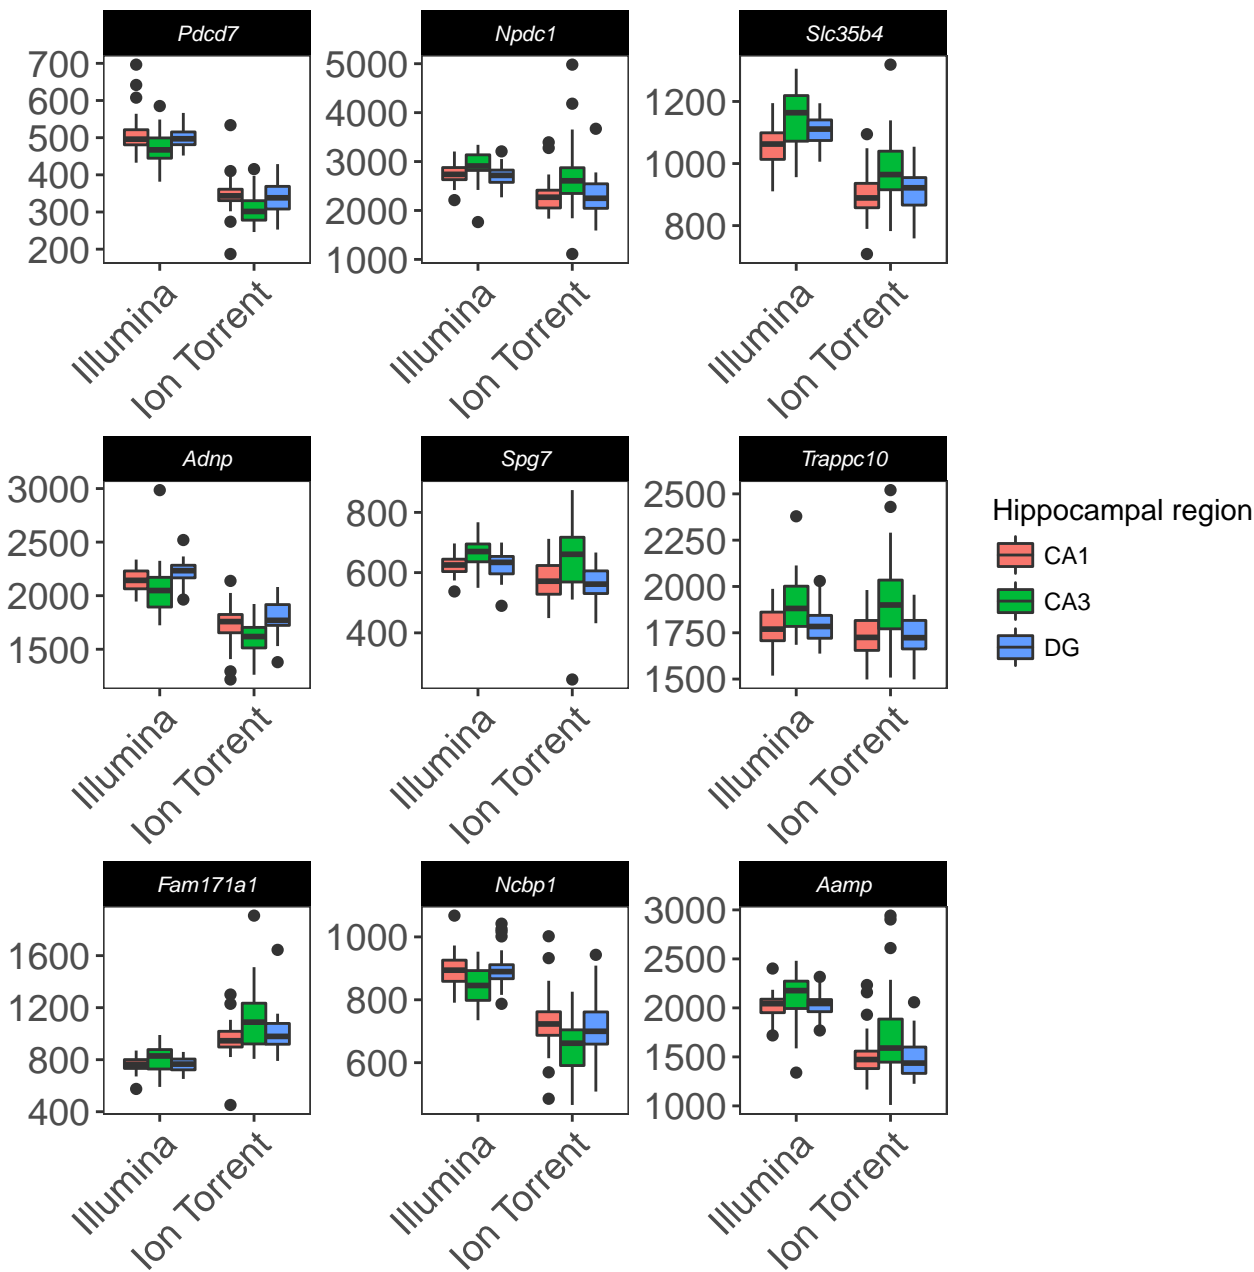

Normalized counts

*Man1b1*

2000

1600

1200

800

Illumina

Ion Torrent

Hippocampal region

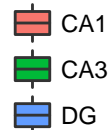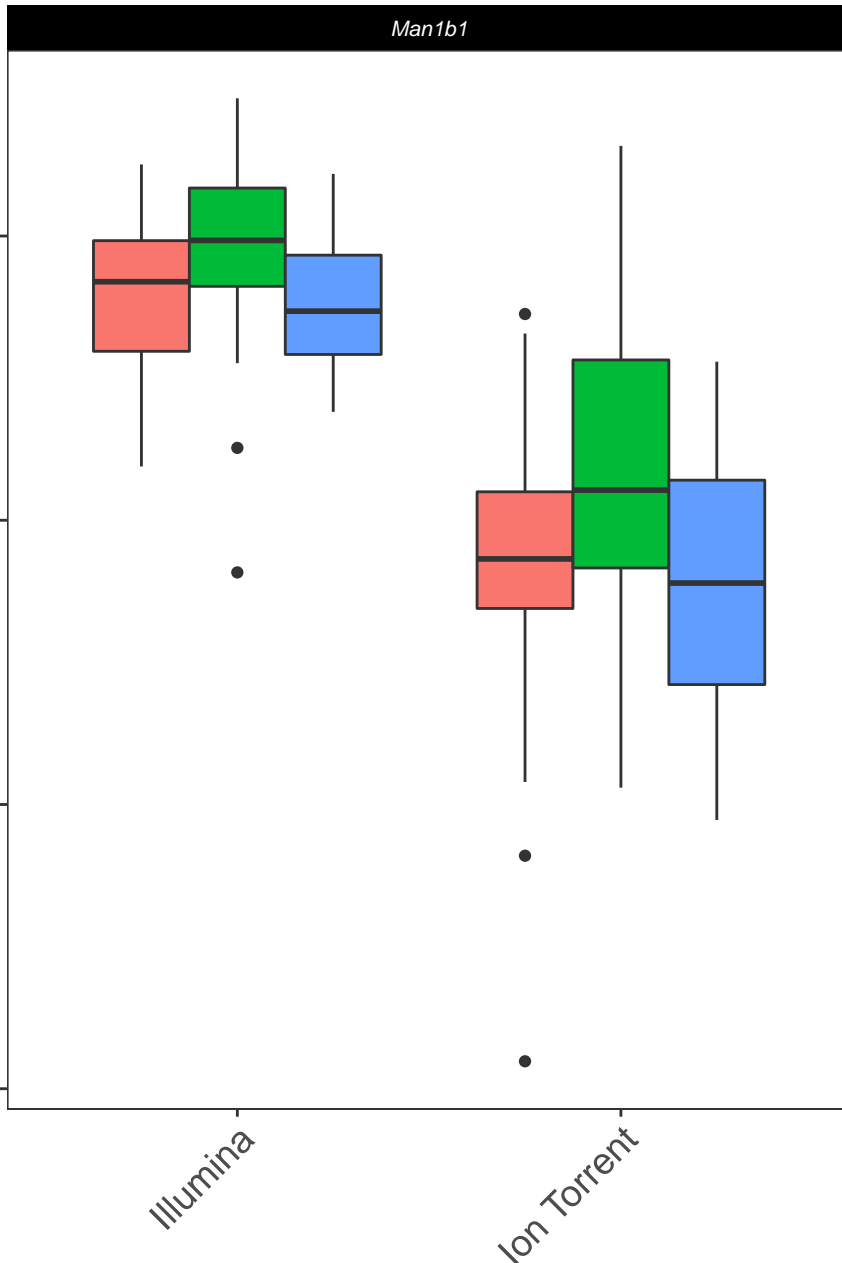

**Supplement:** Supplementary Figure 5 — Boxplots for the CA3 specific genes reported in Table S5. The normalized counts are from the Illumina experiment, and the genes are ranked according the average Fold Change computed from the pairwise comparisons CA3 vs. CA1 and CA3 vs. DG.

# Supplementary material for: Hippocampal Transcriptomic Profiles: Subfield Vulnerability to Age and Cognitive Impairment
**Source:** Front Aging Neurosci. 2017 Dec 8;9:383. doi: 10.3389/fnagi.2017.00383

# Normalized counts

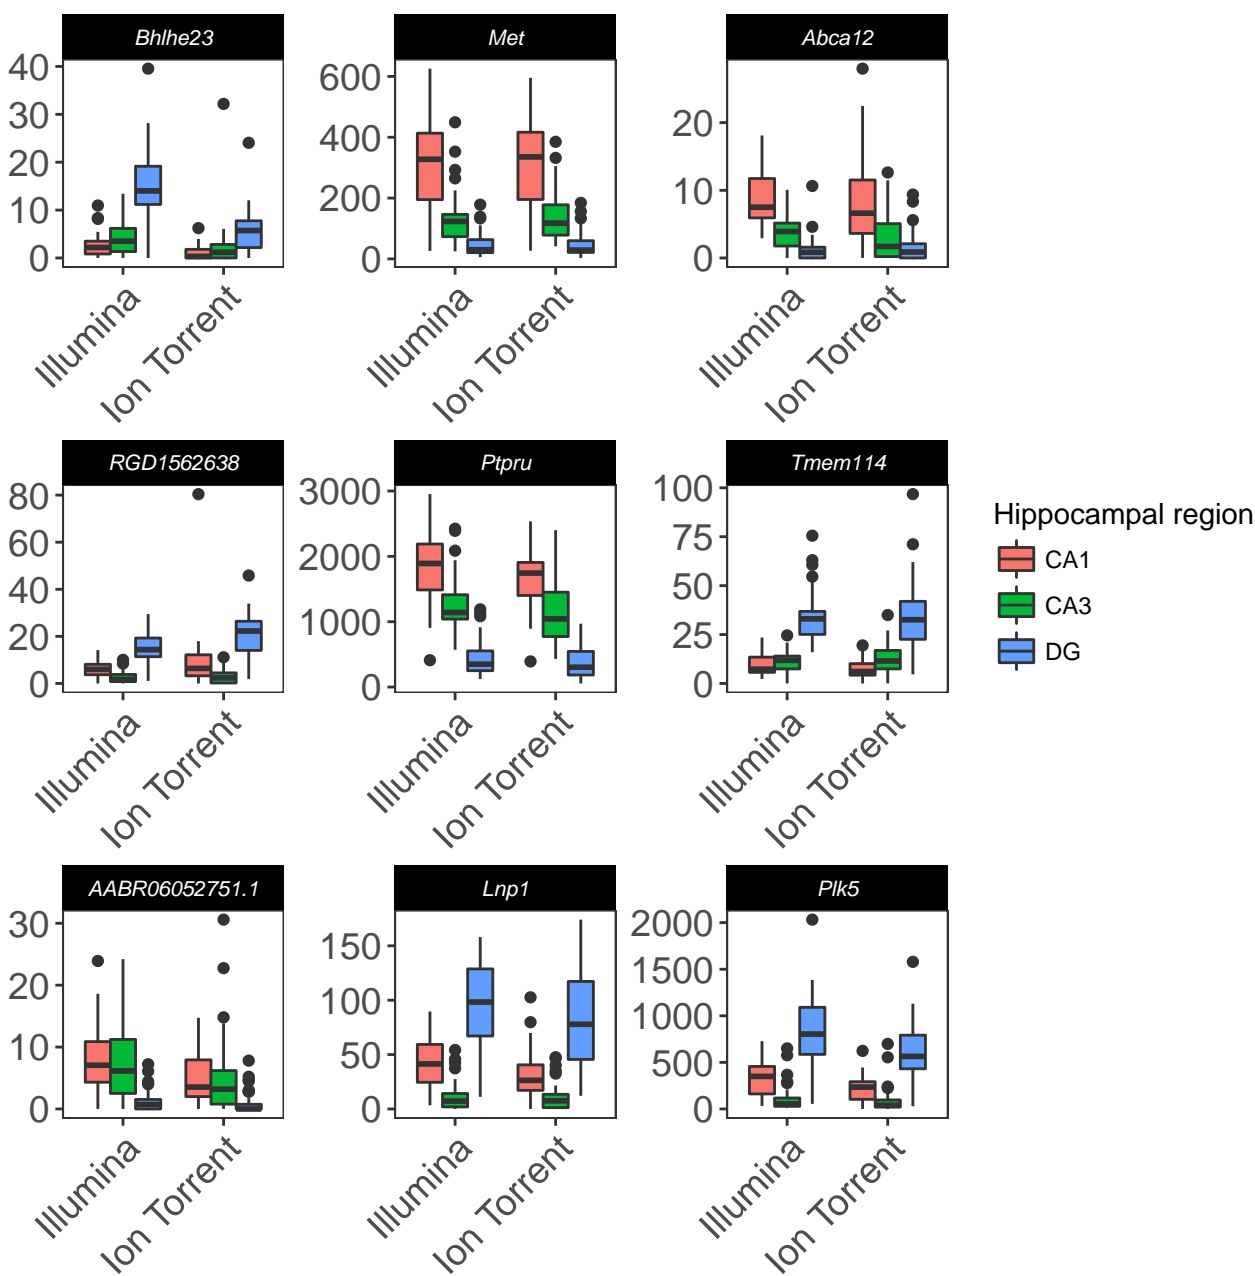

# Normalized counts

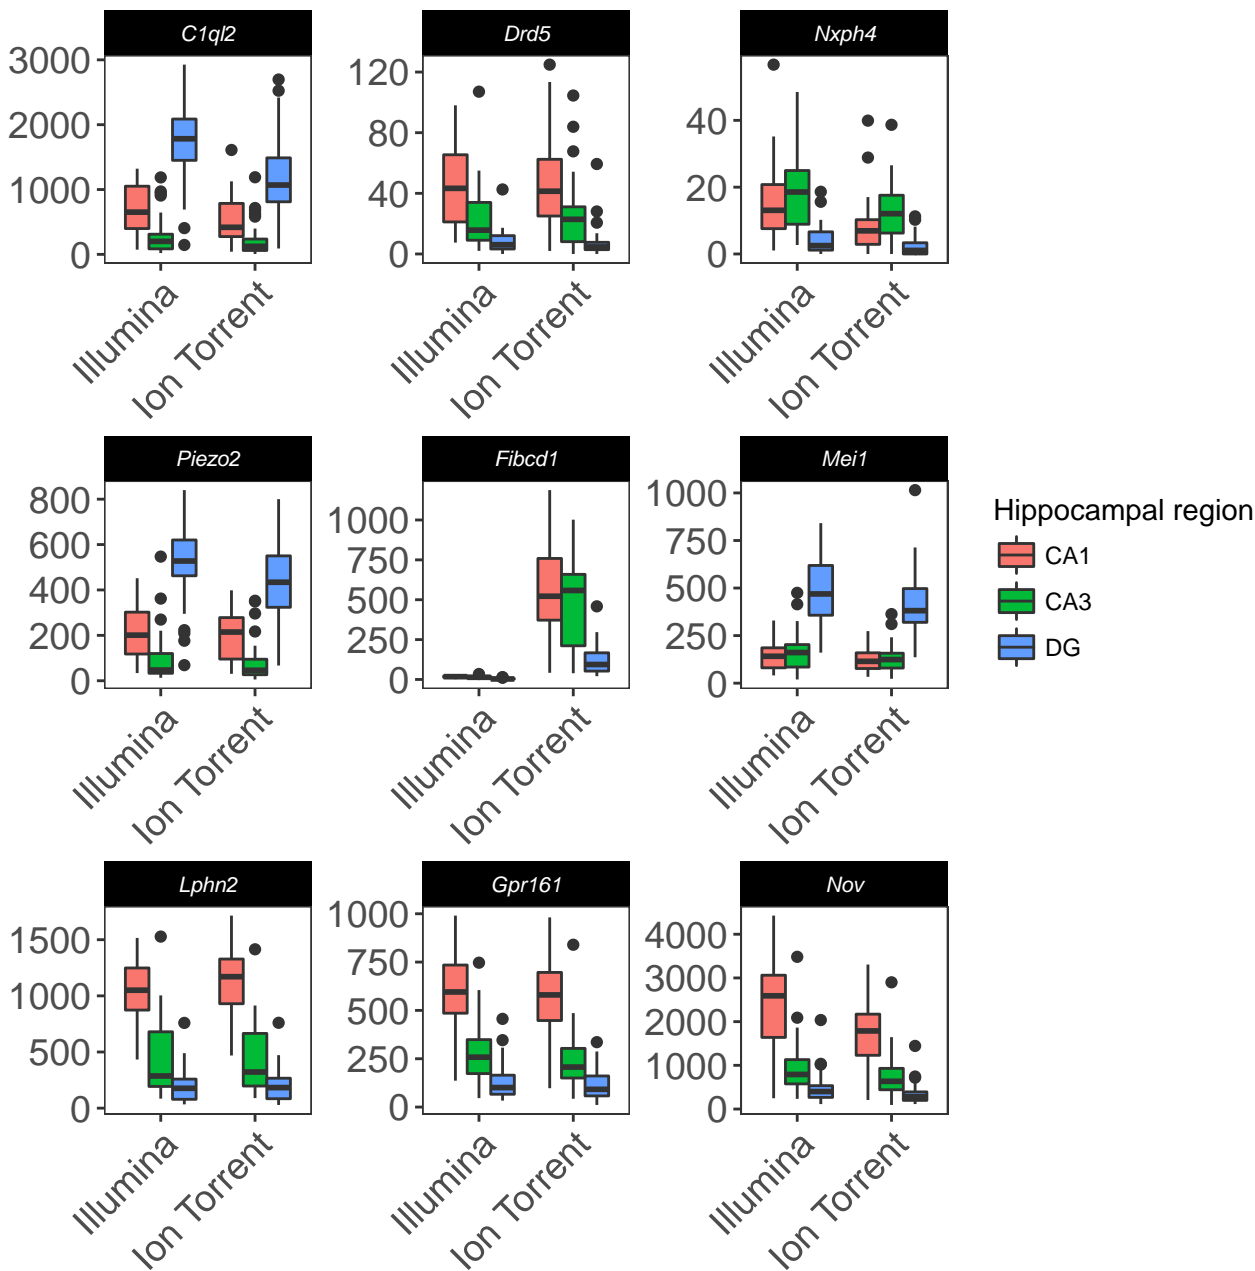

# Normalized counts

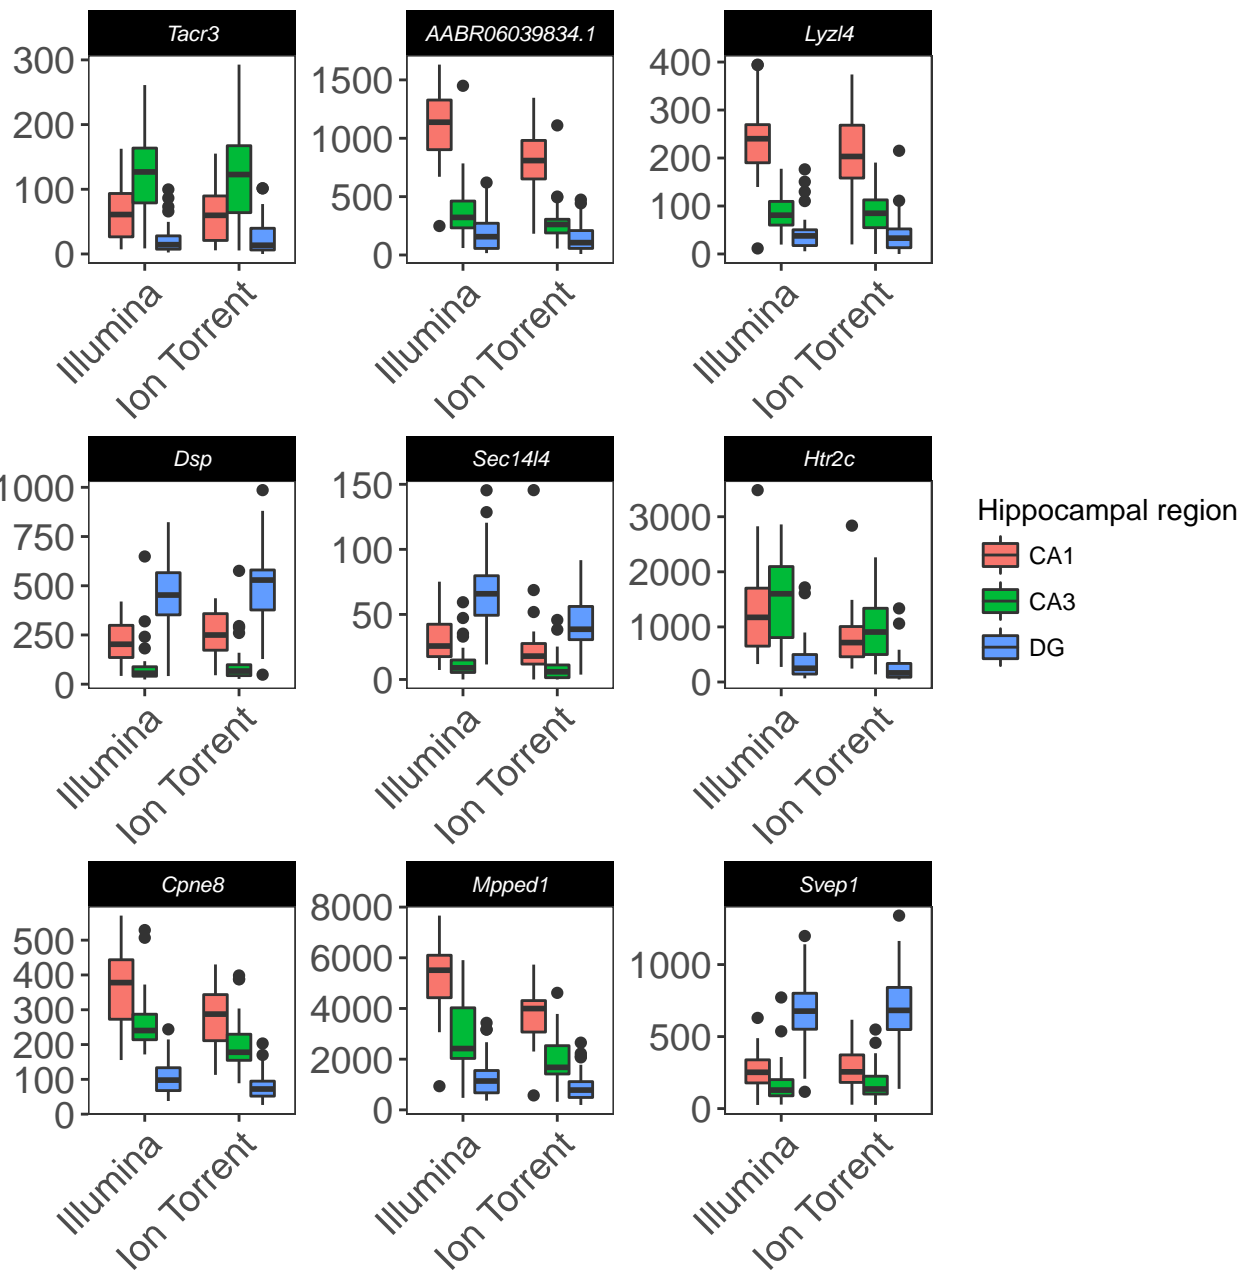

# Normalized counts

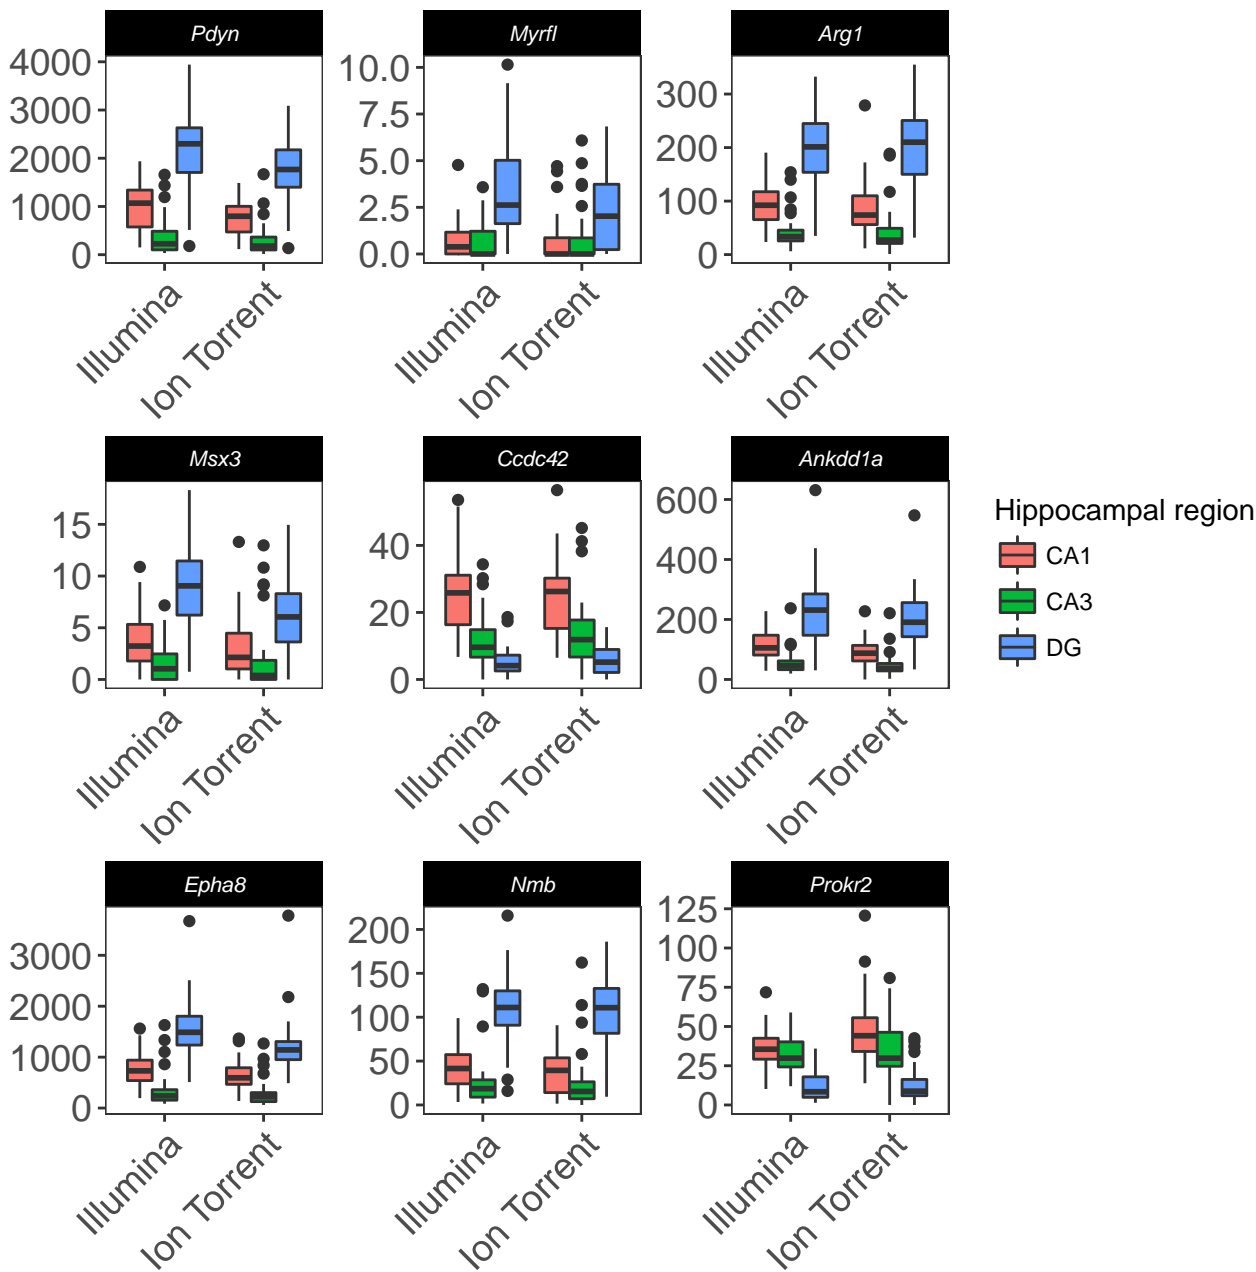

# Normalized counts

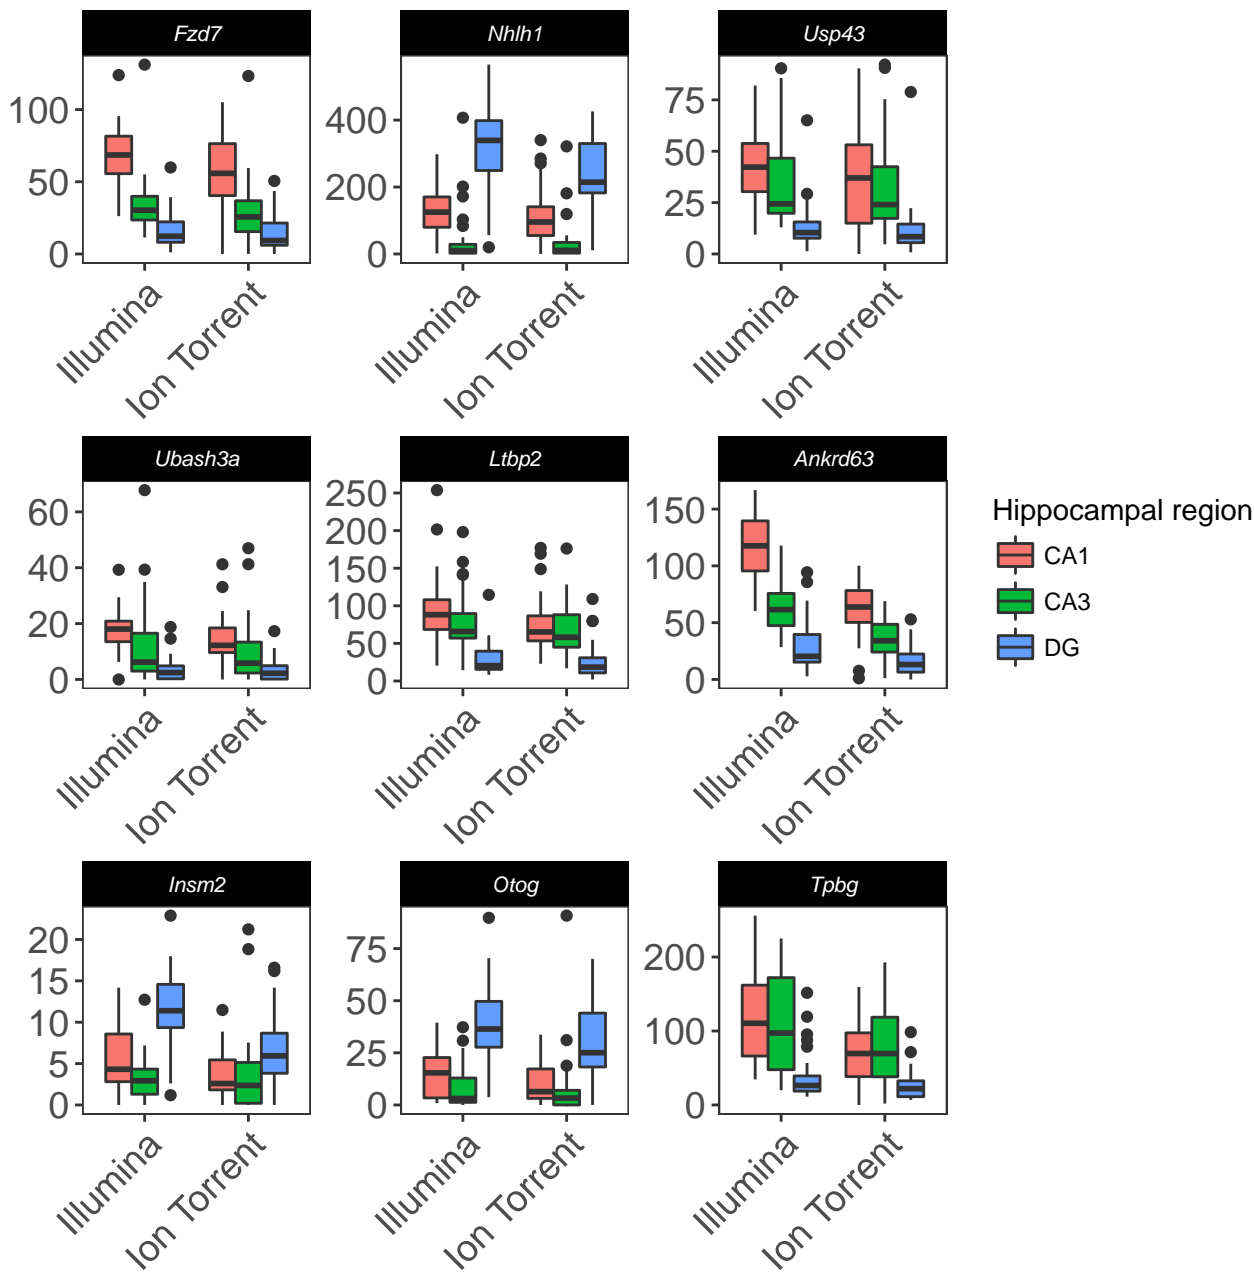

# Normalized counts

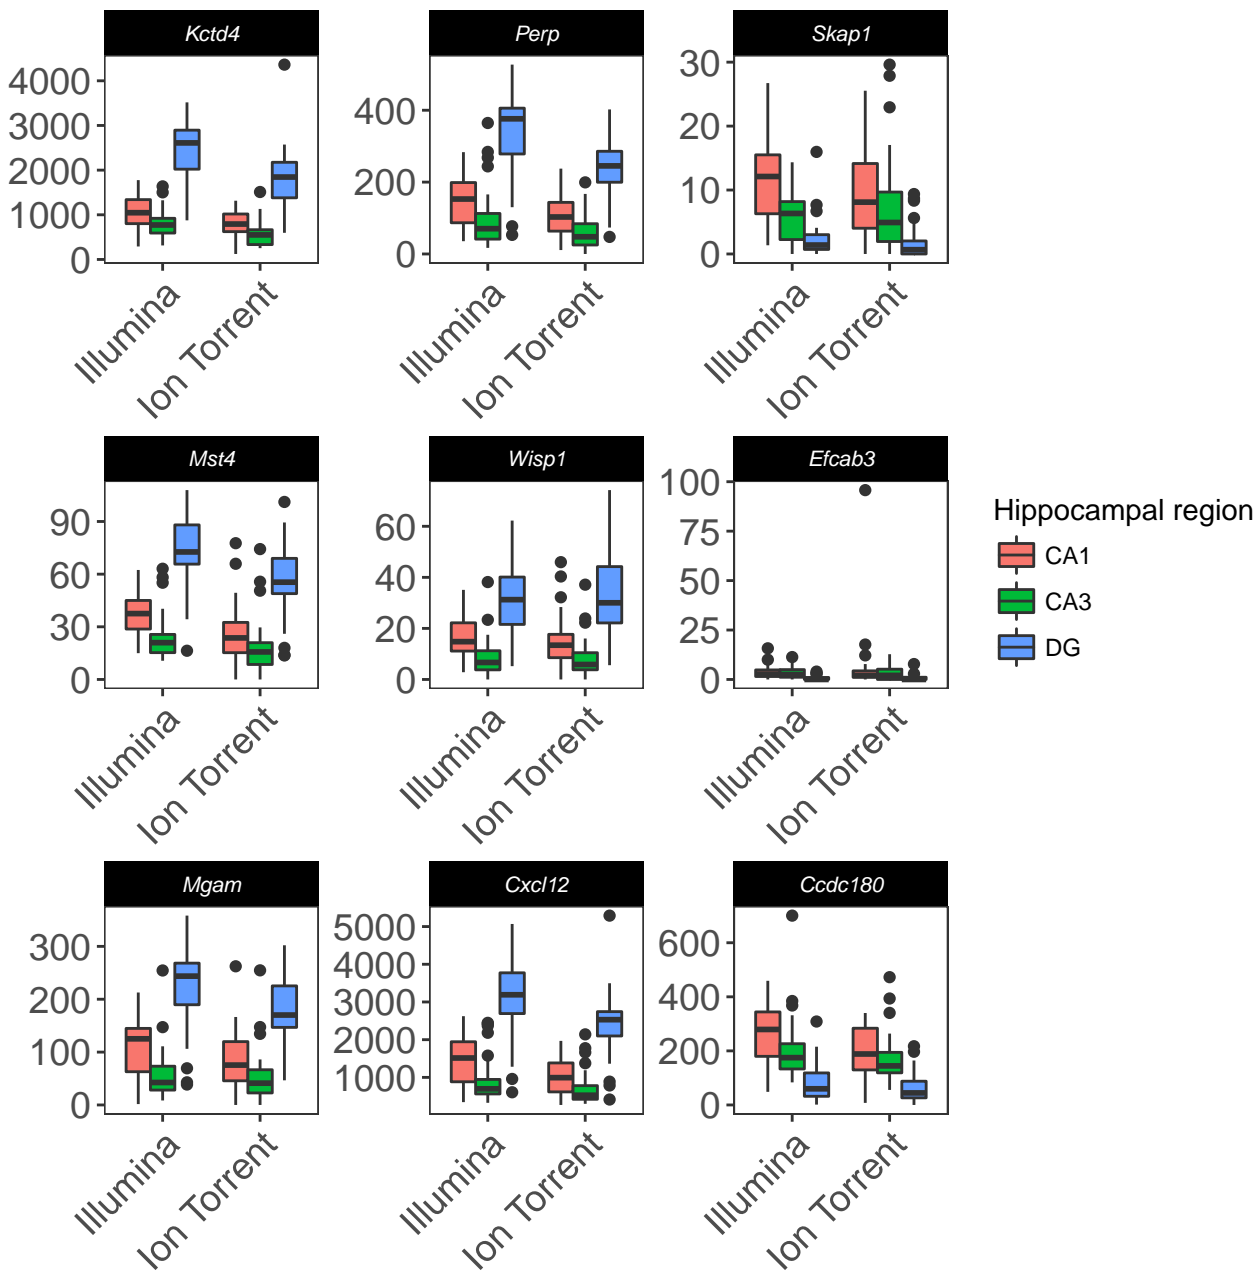

# Normalized counts

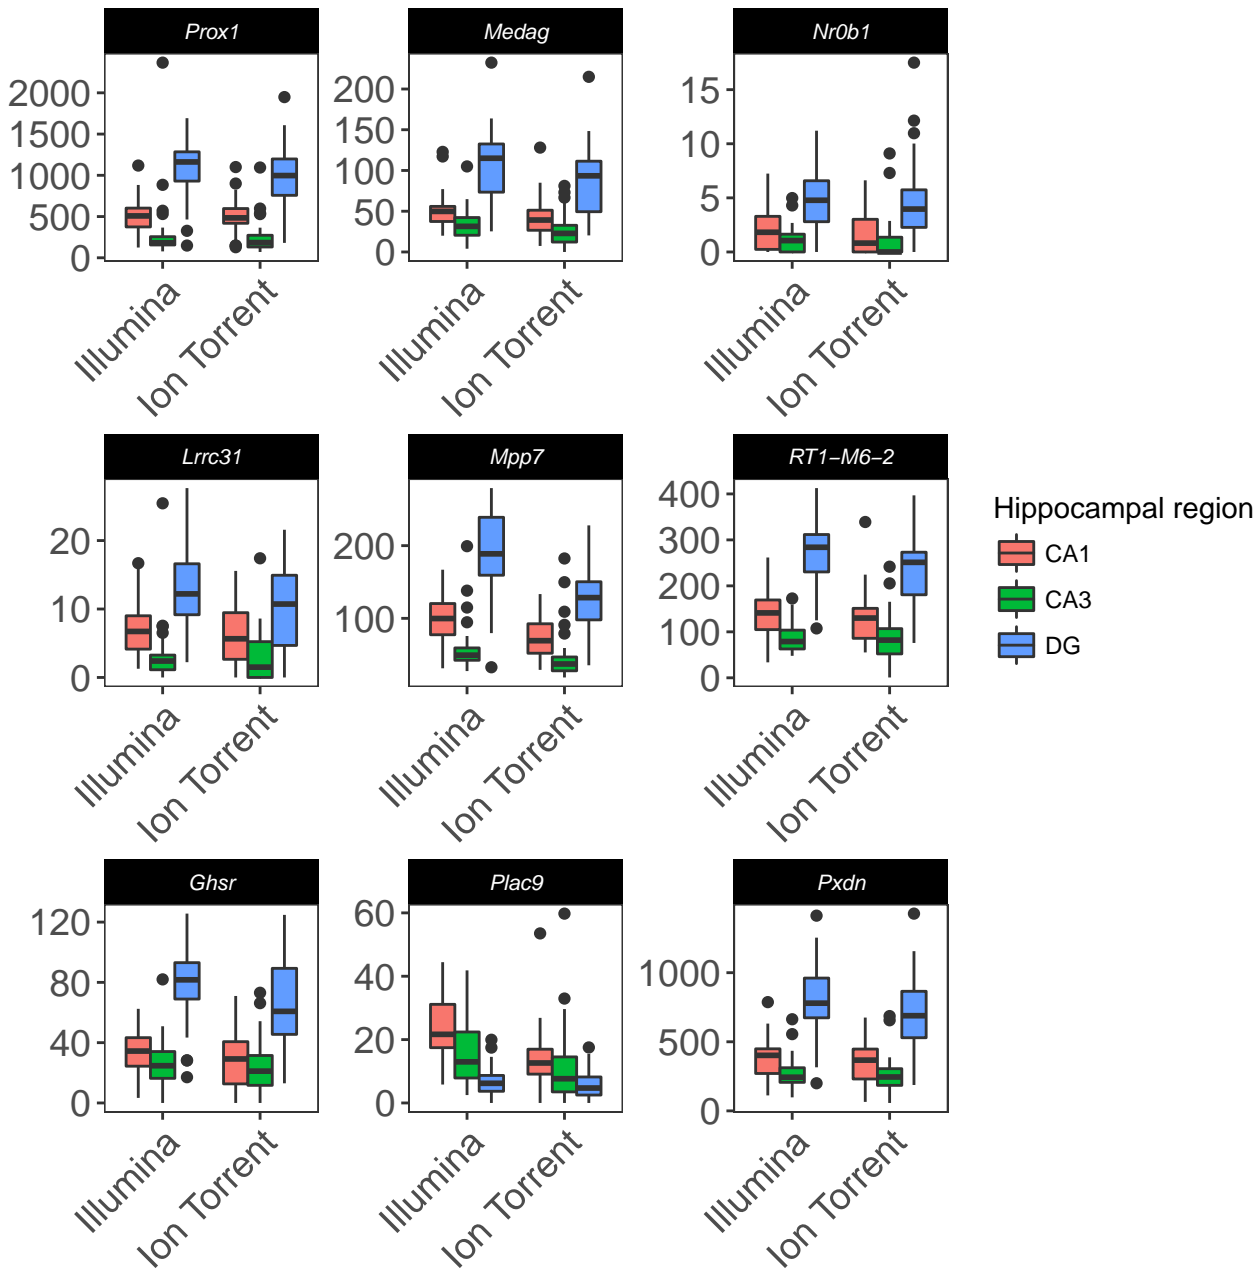

# Normalized counts

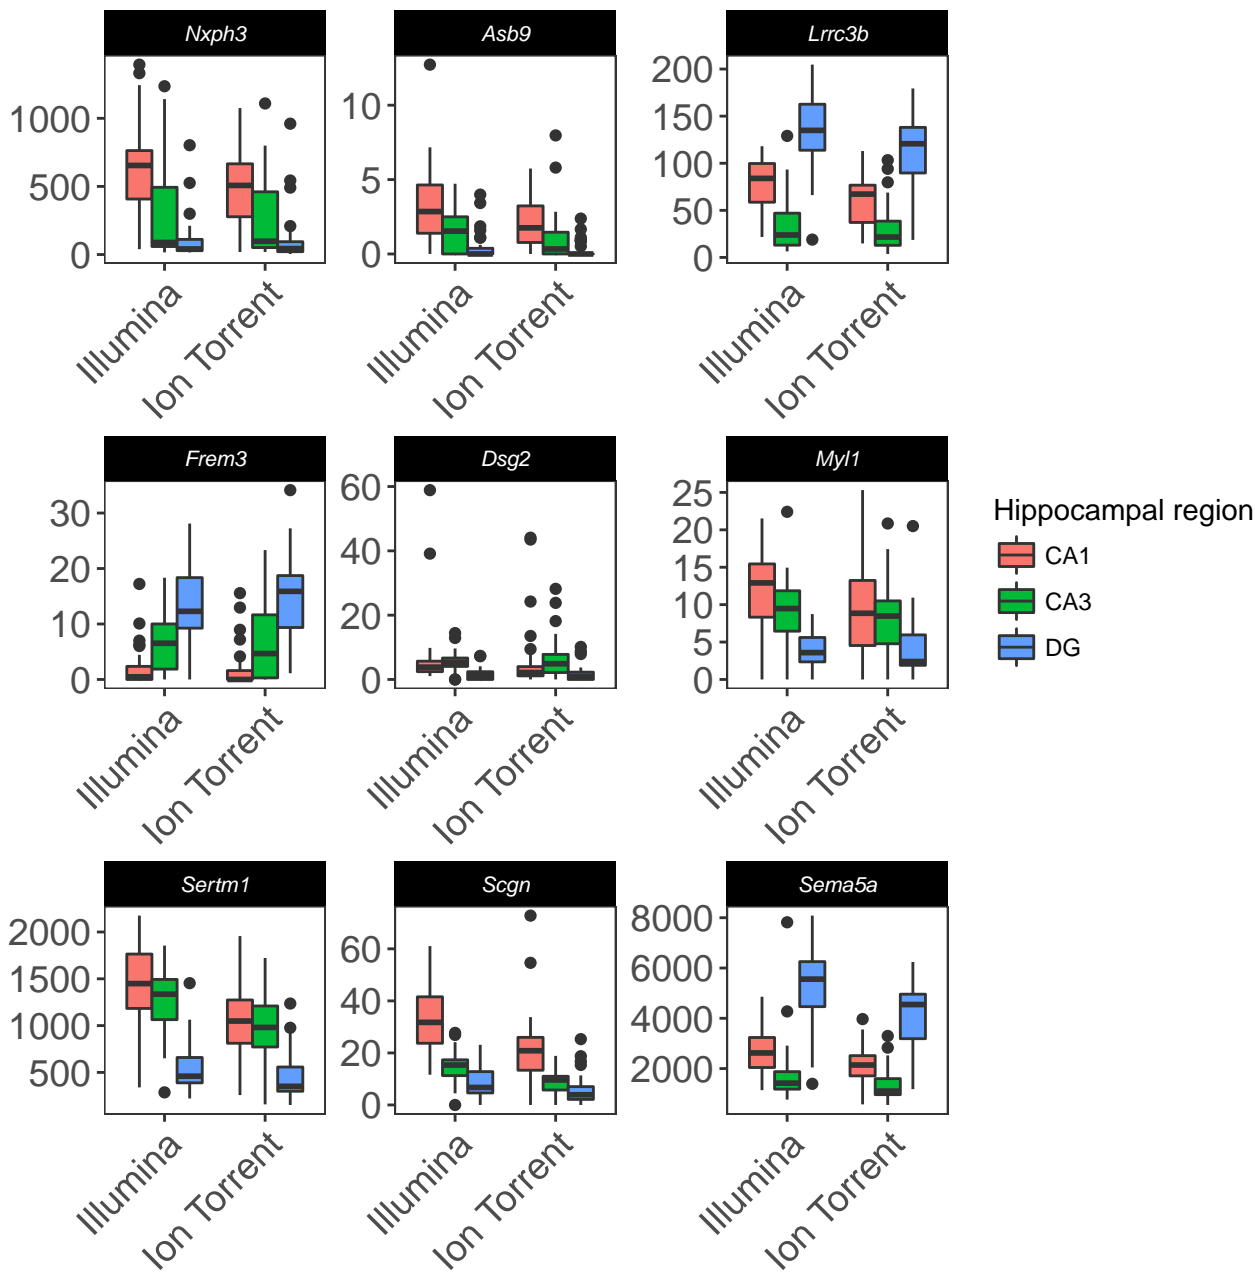

# Normalized counts

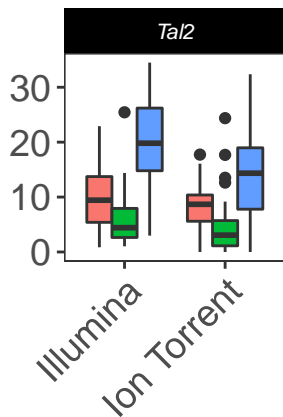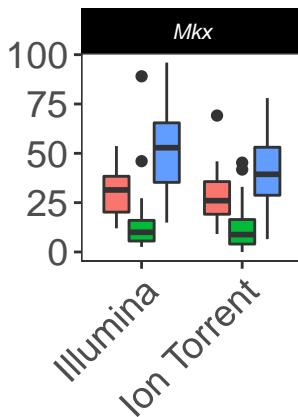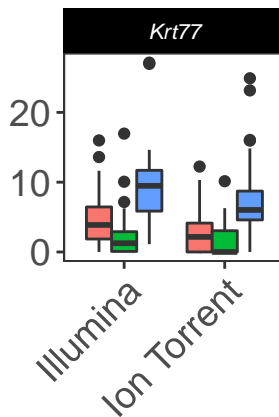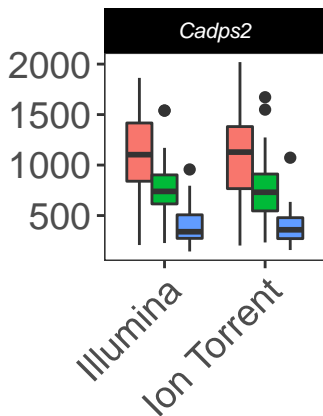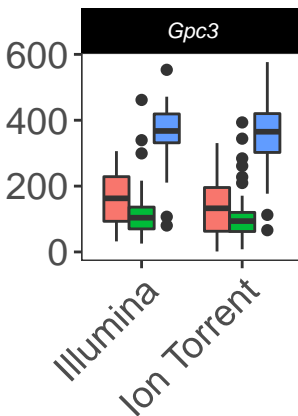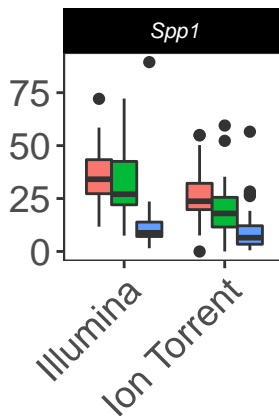

Hippocampal region

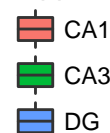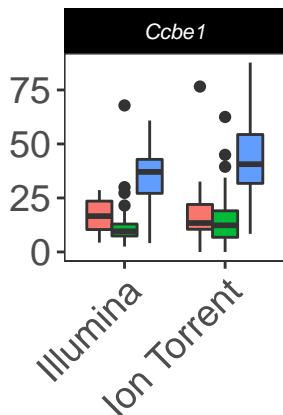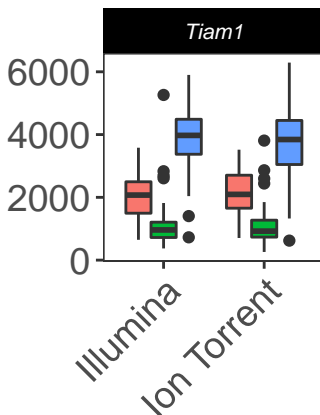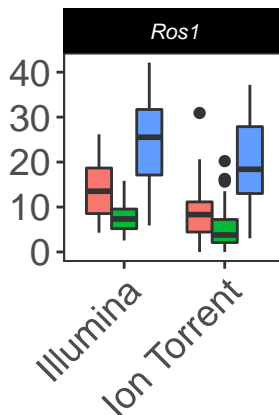

# Normalized counts

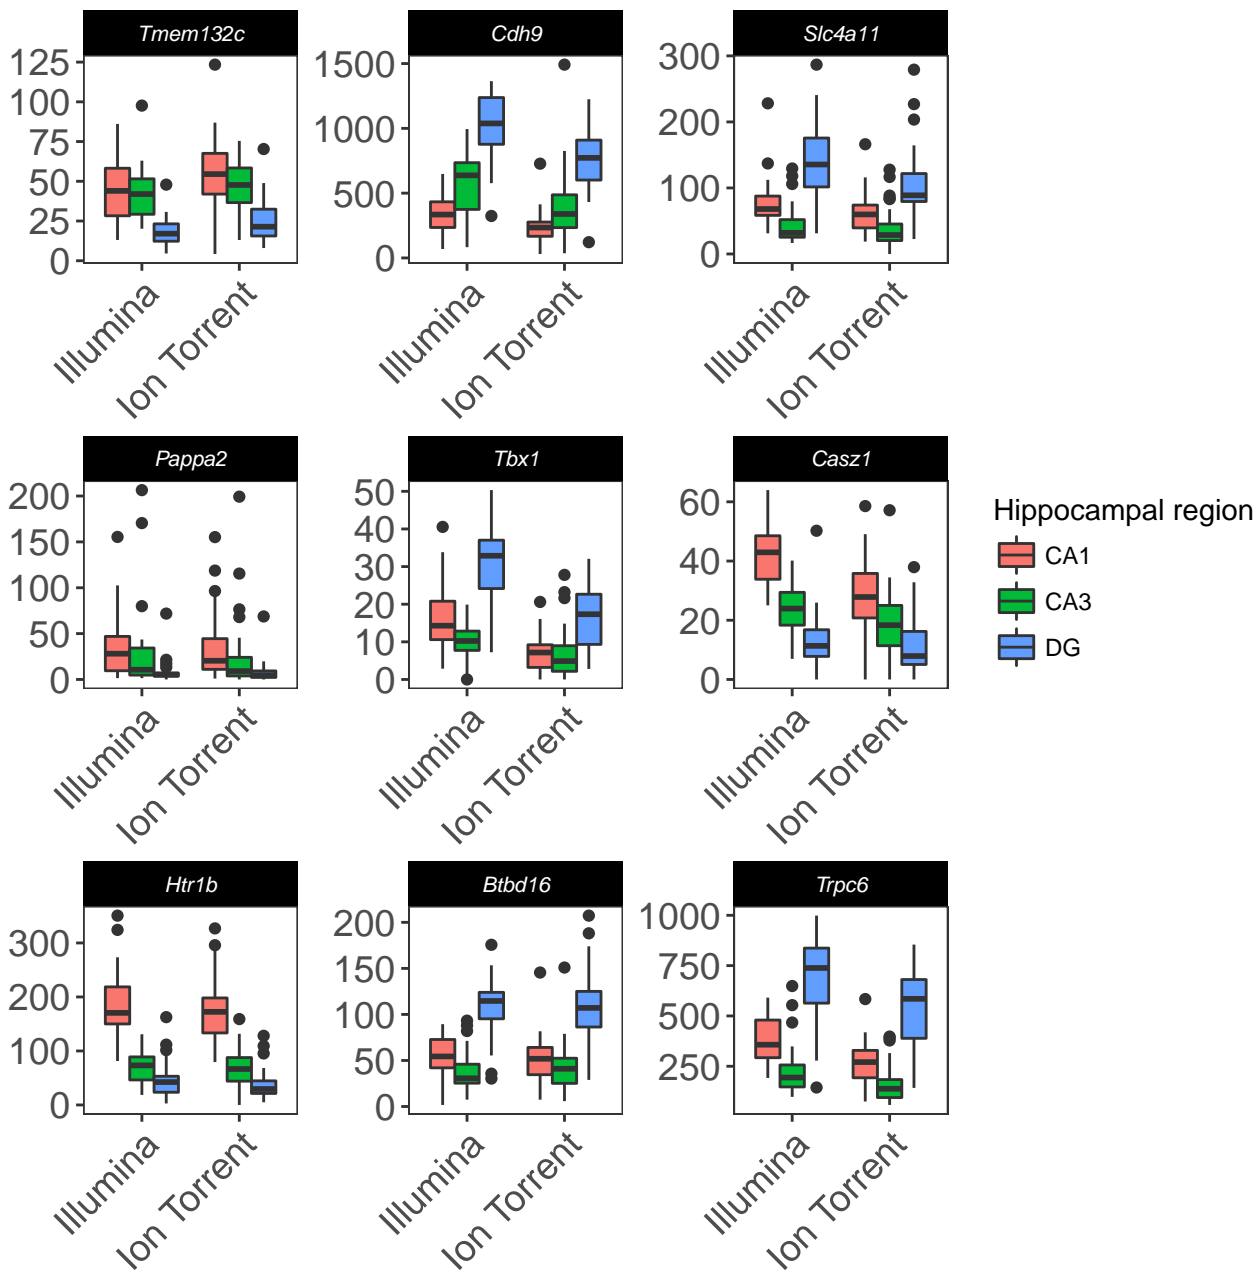

# Normalized counts

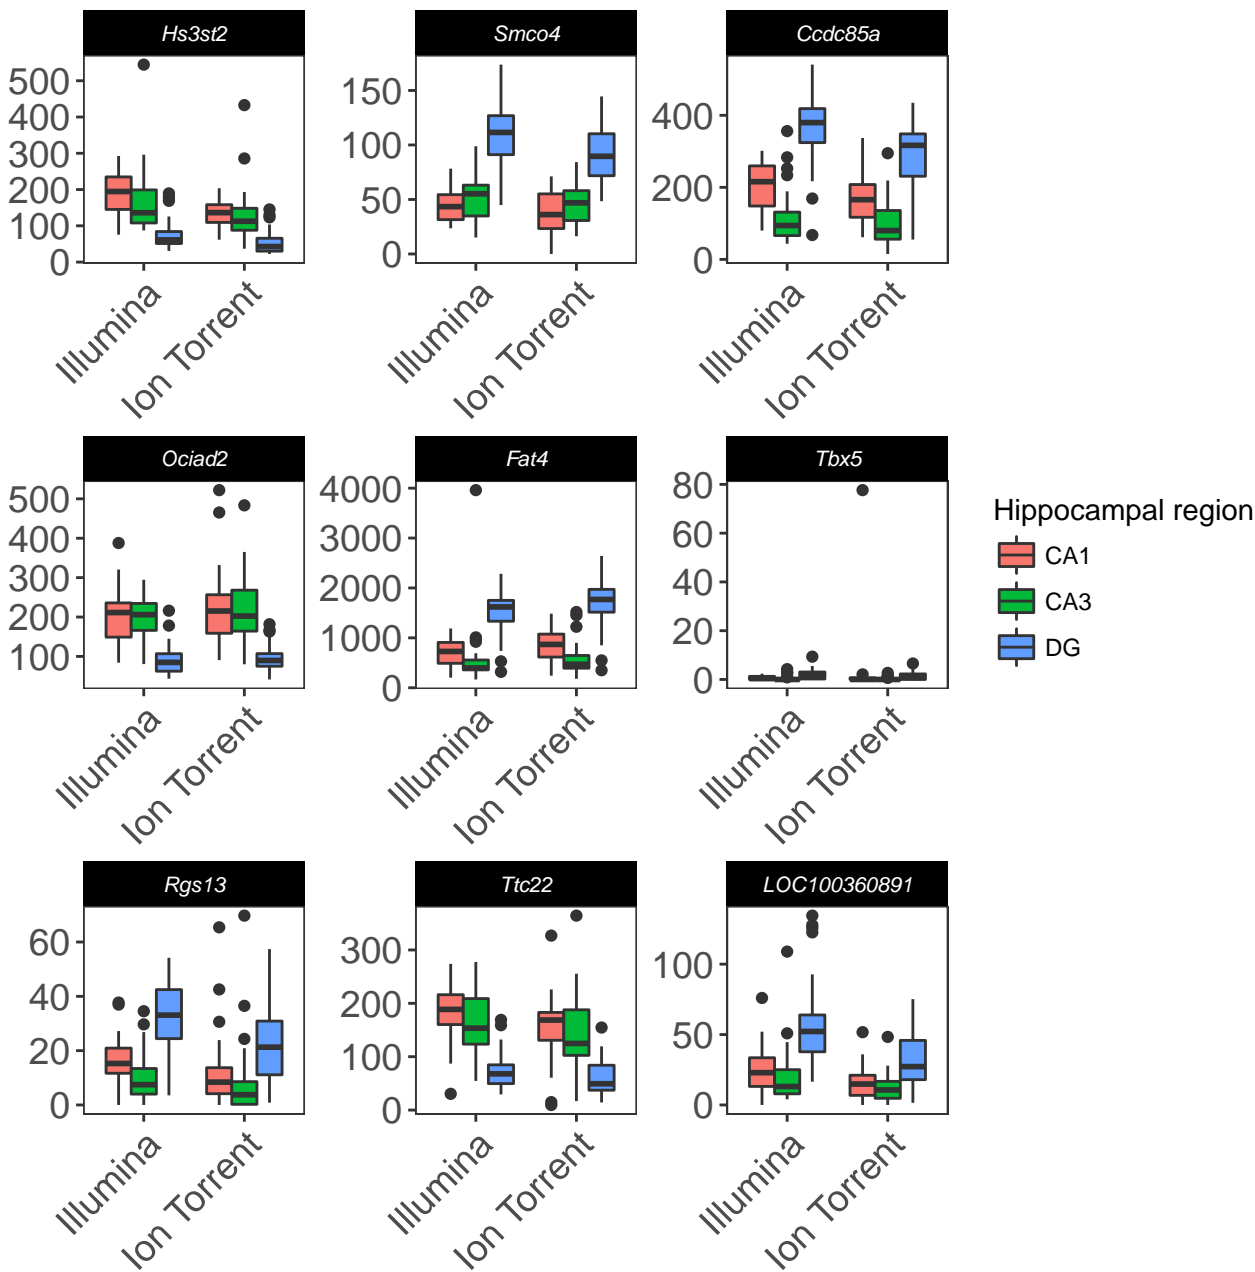

# Normalized counts

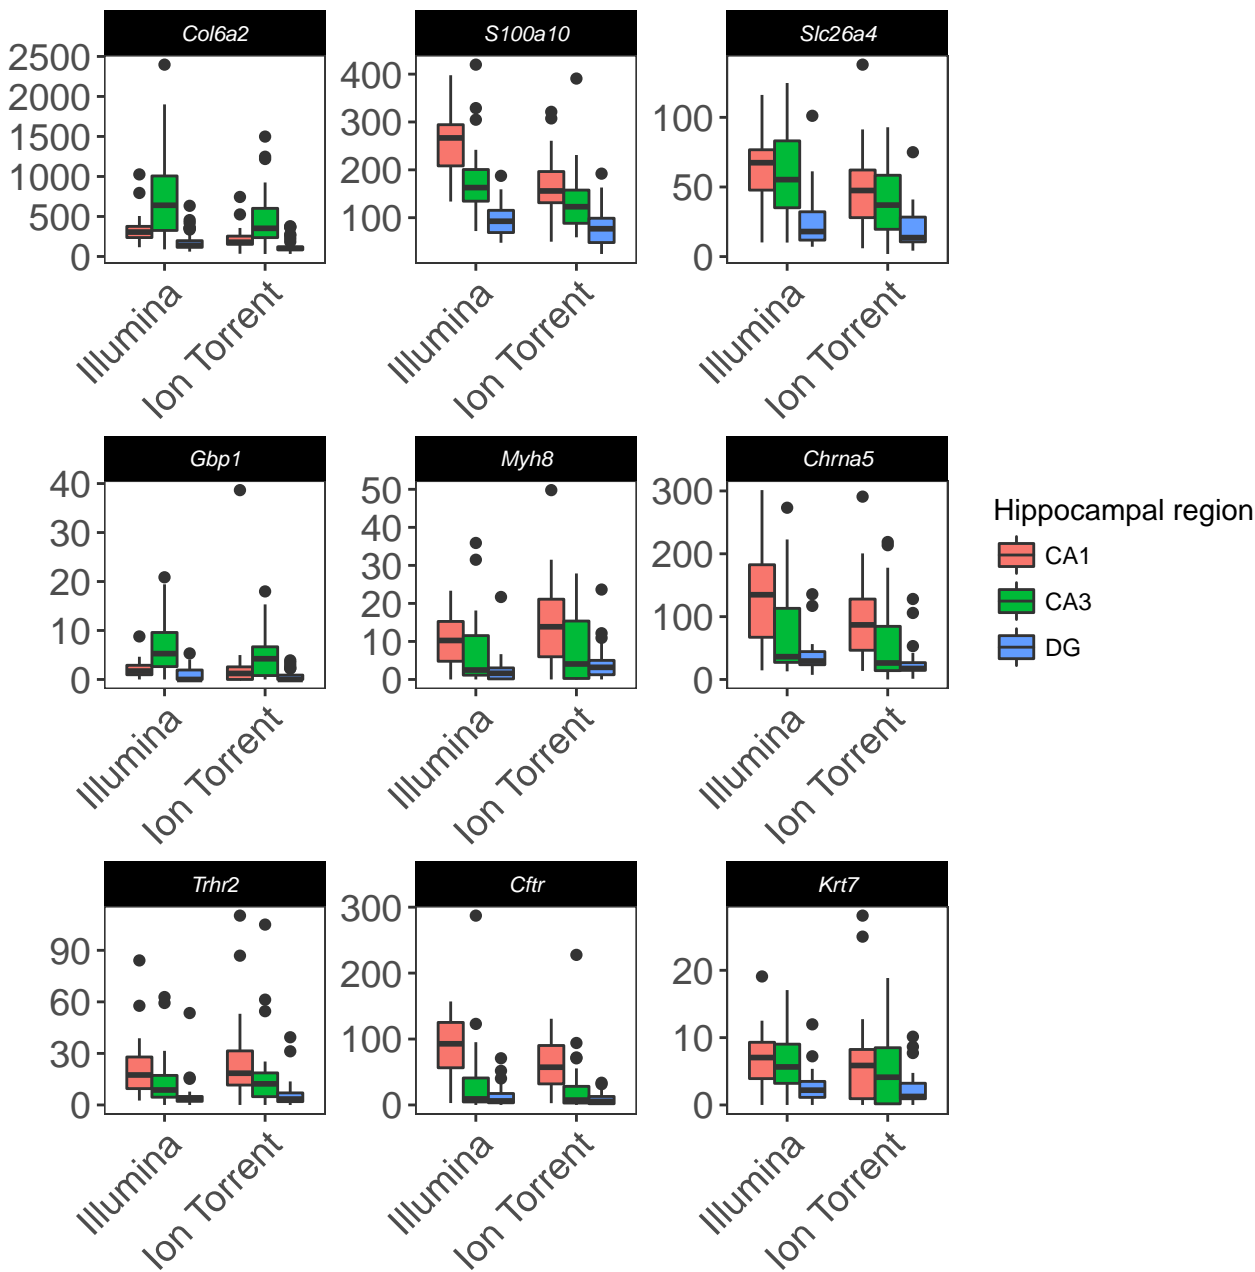

# Normalized counts

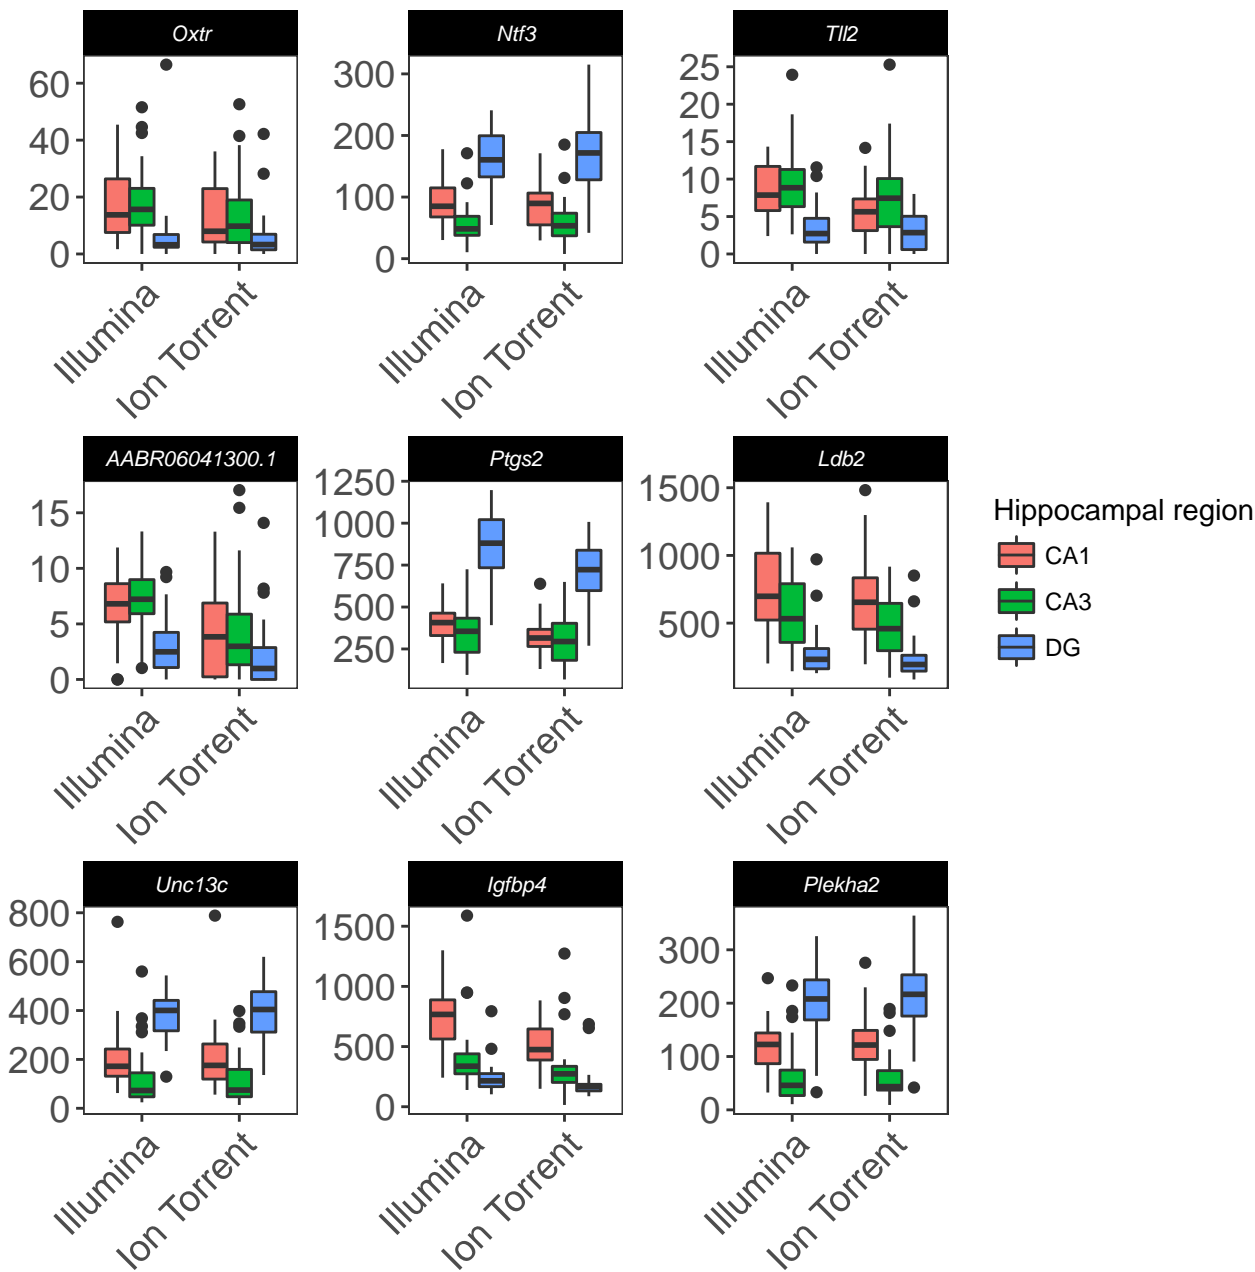

# Normalized counts

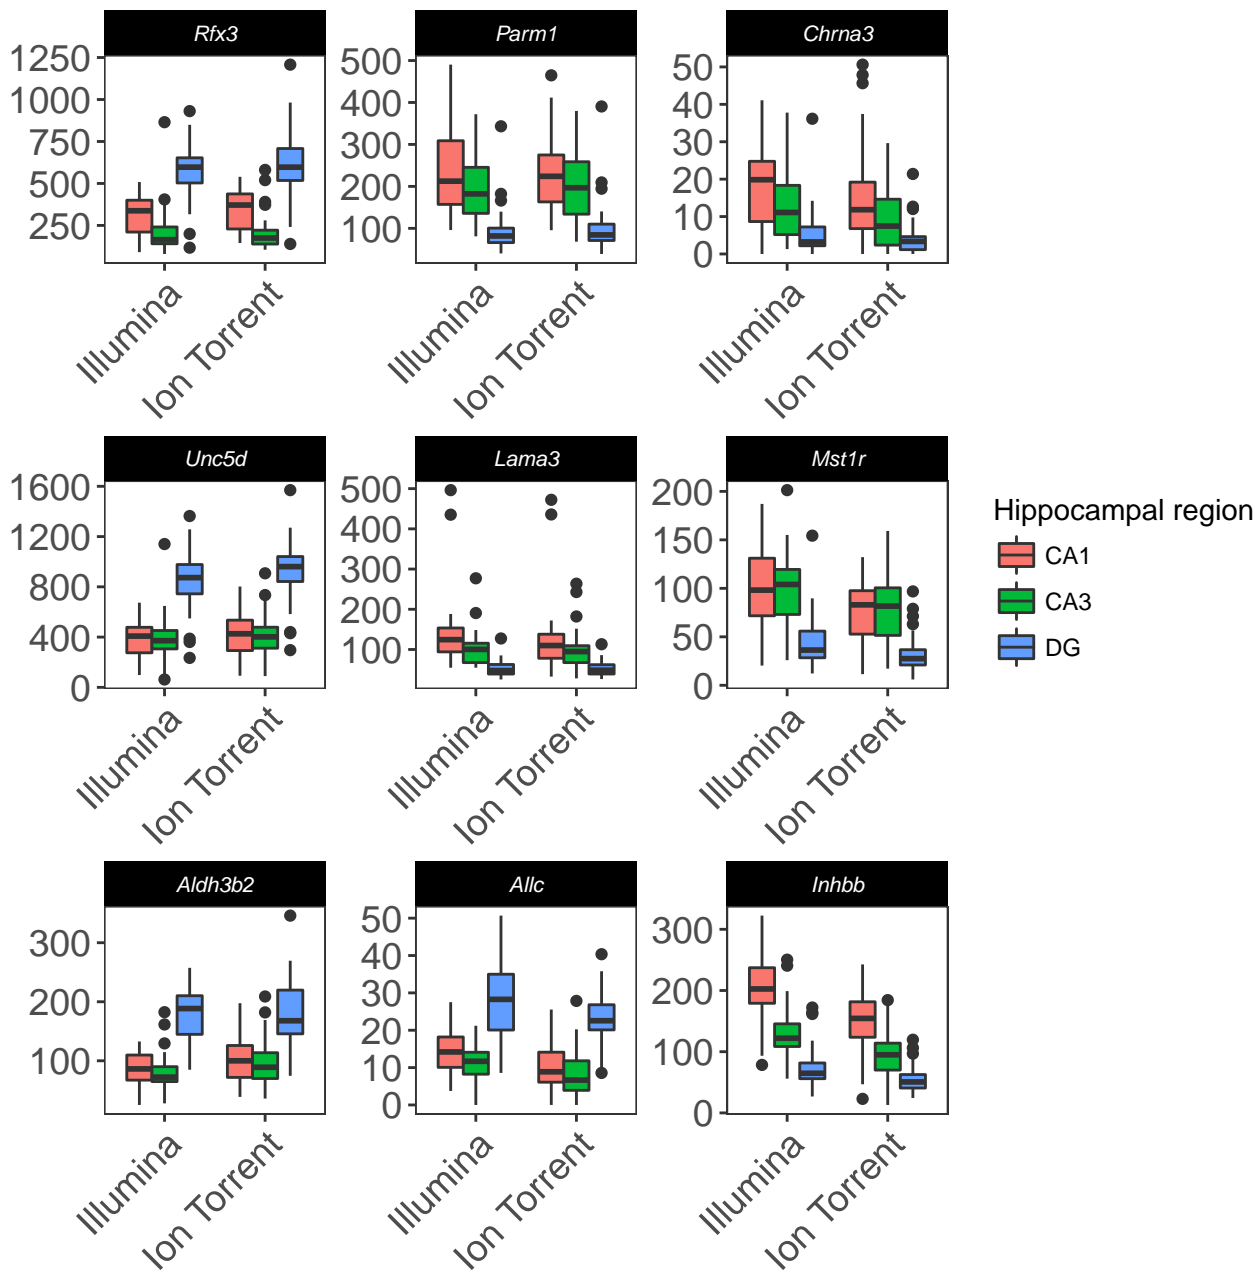

# Normalized counts

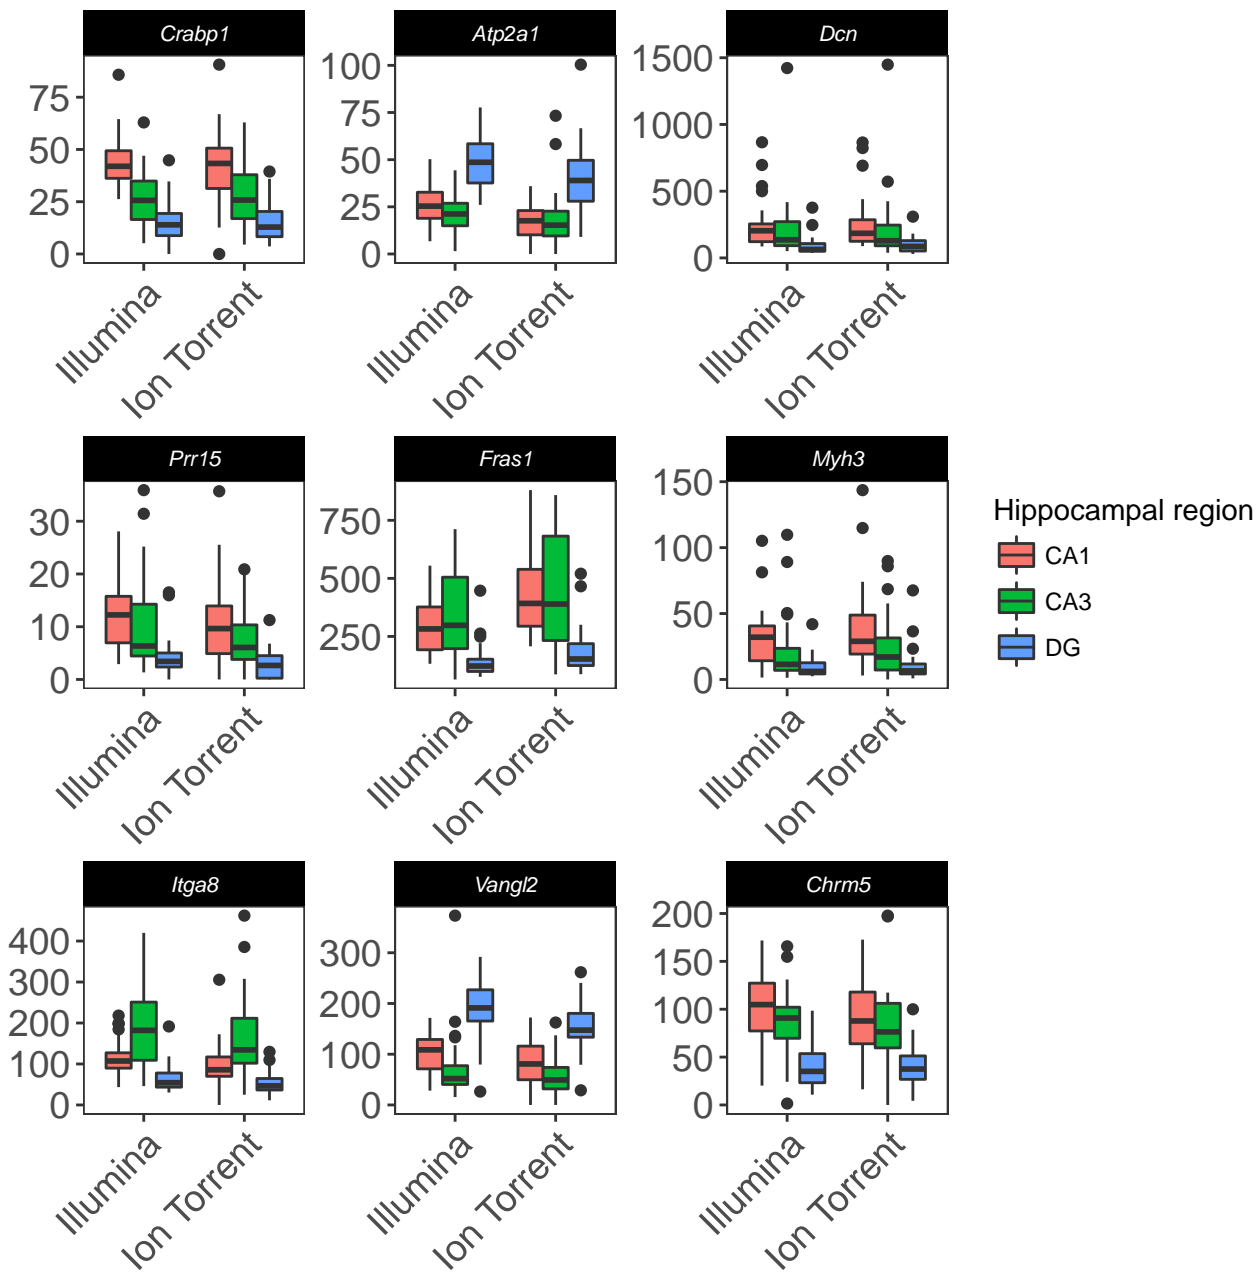

# Normalized counts

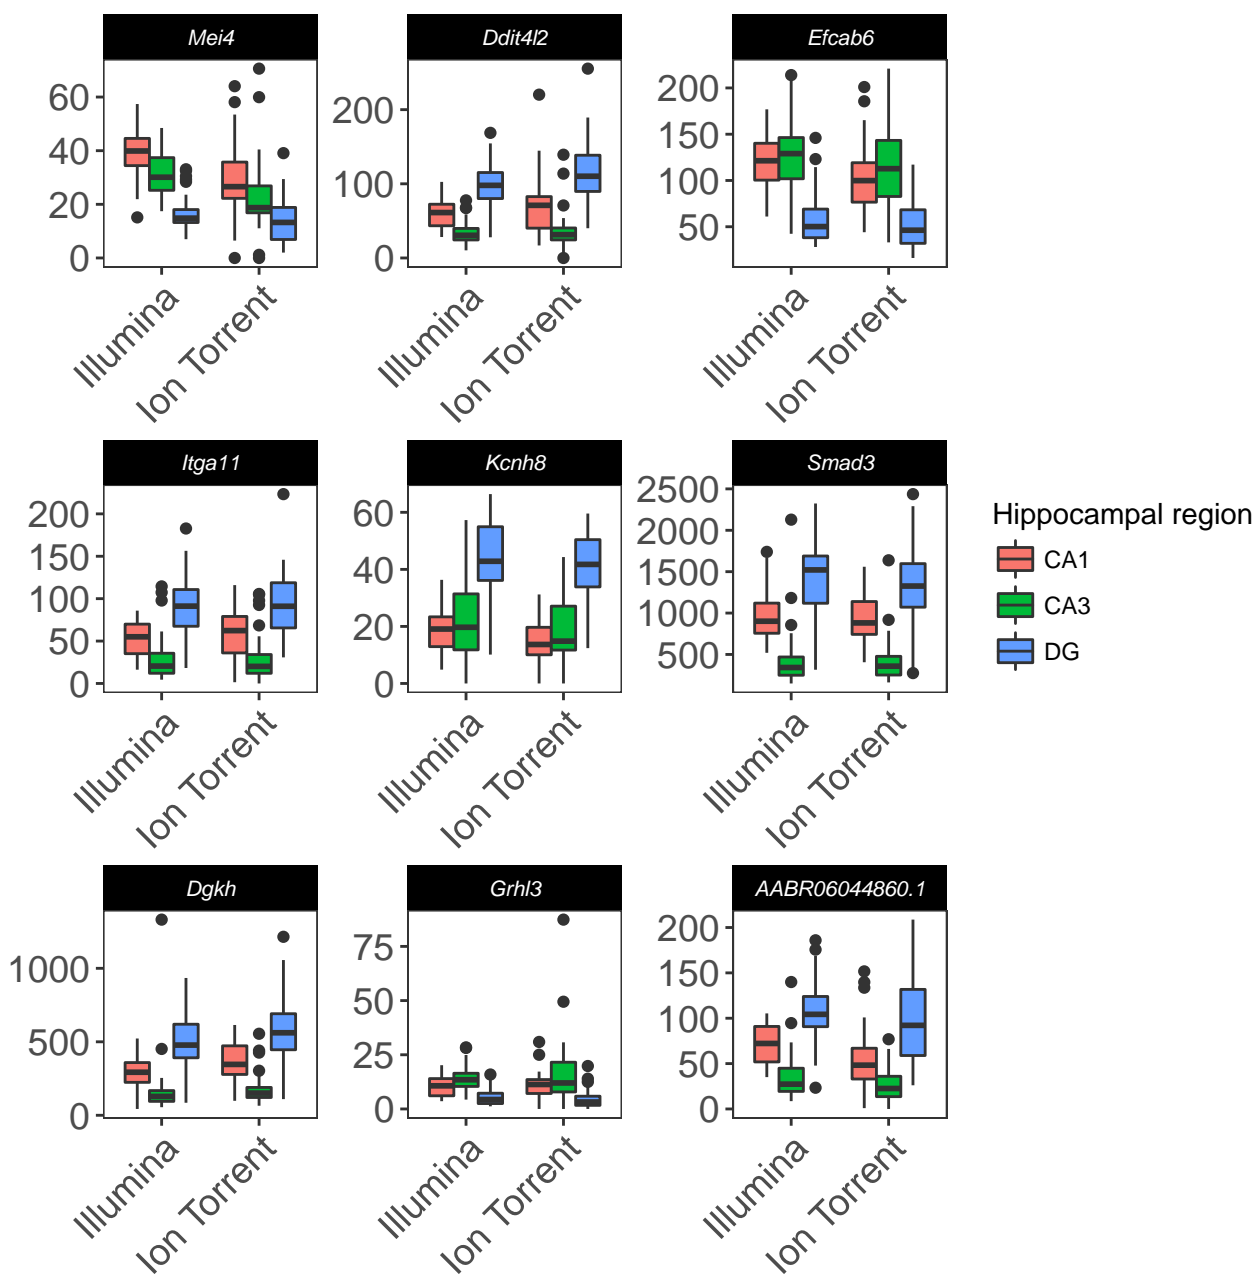

# Normalized counts

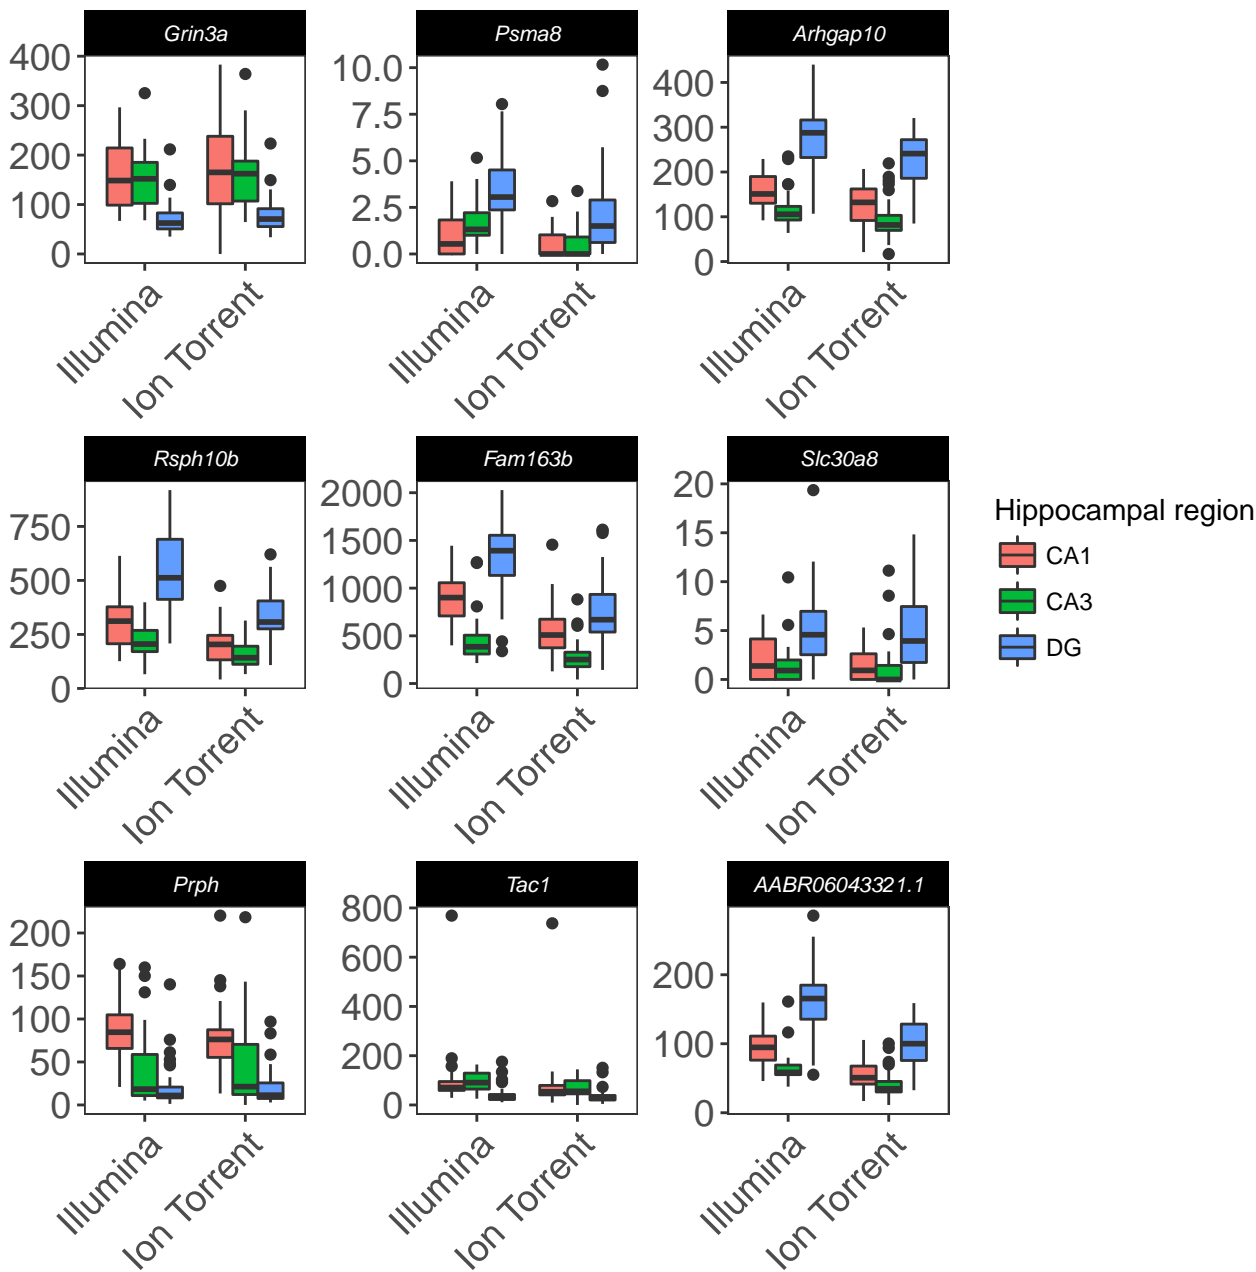

# Normalized counts

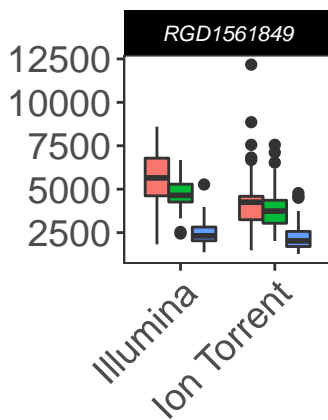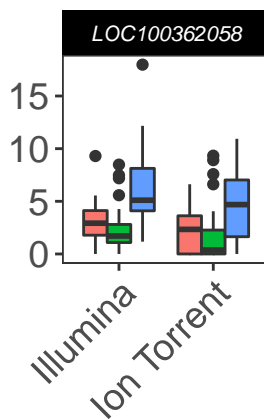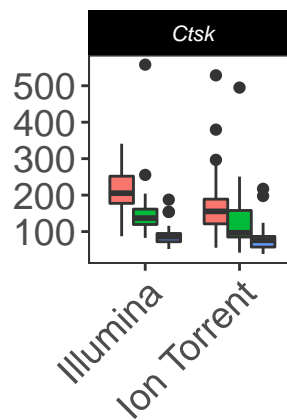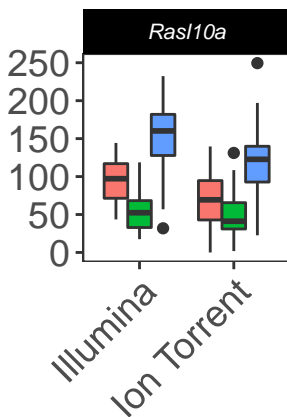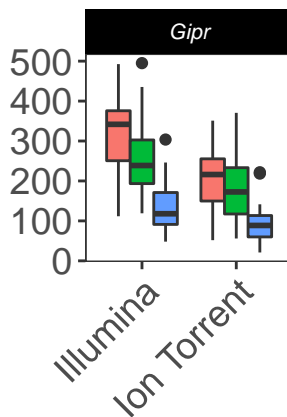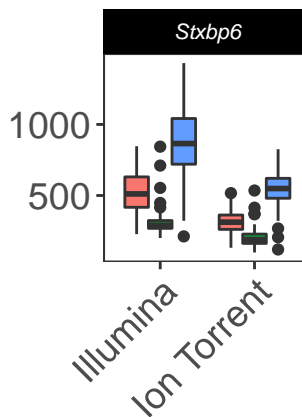

Hippocampal region

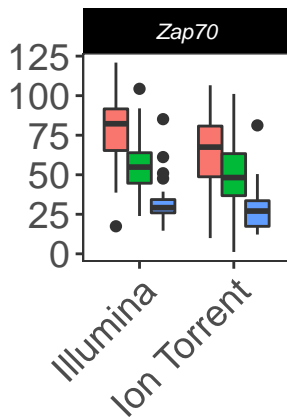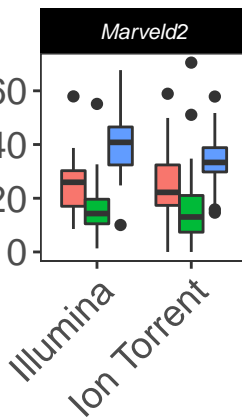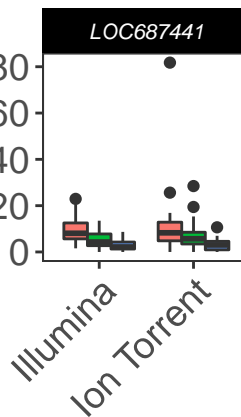

# Normalized counts

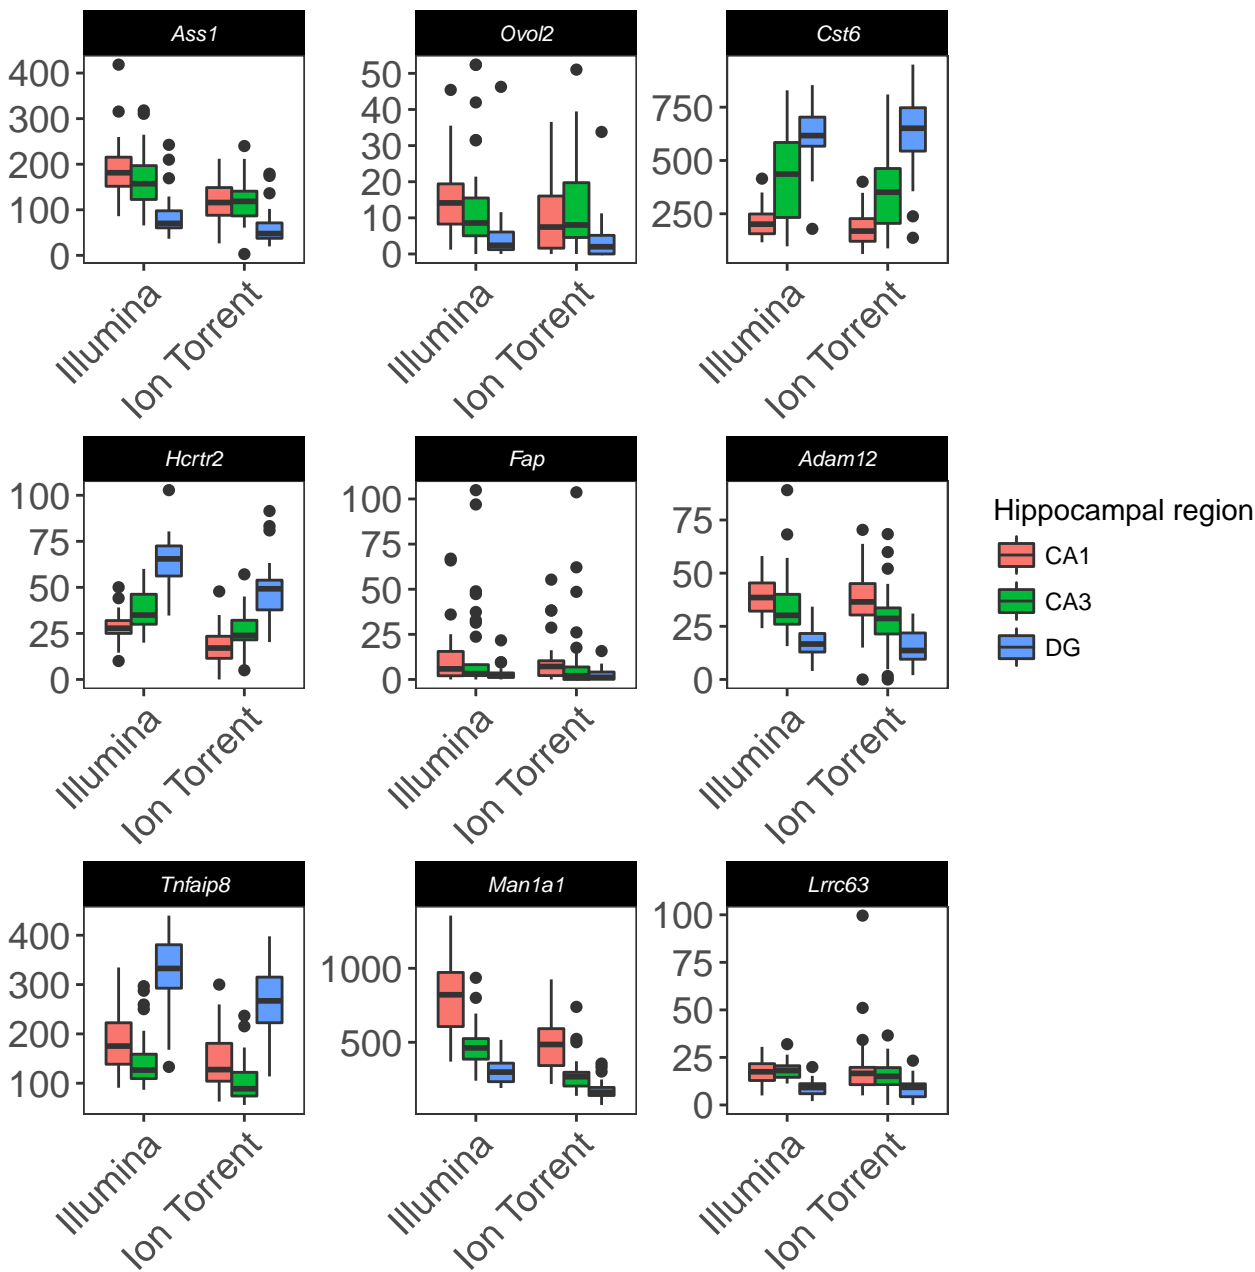

# Normalized counts

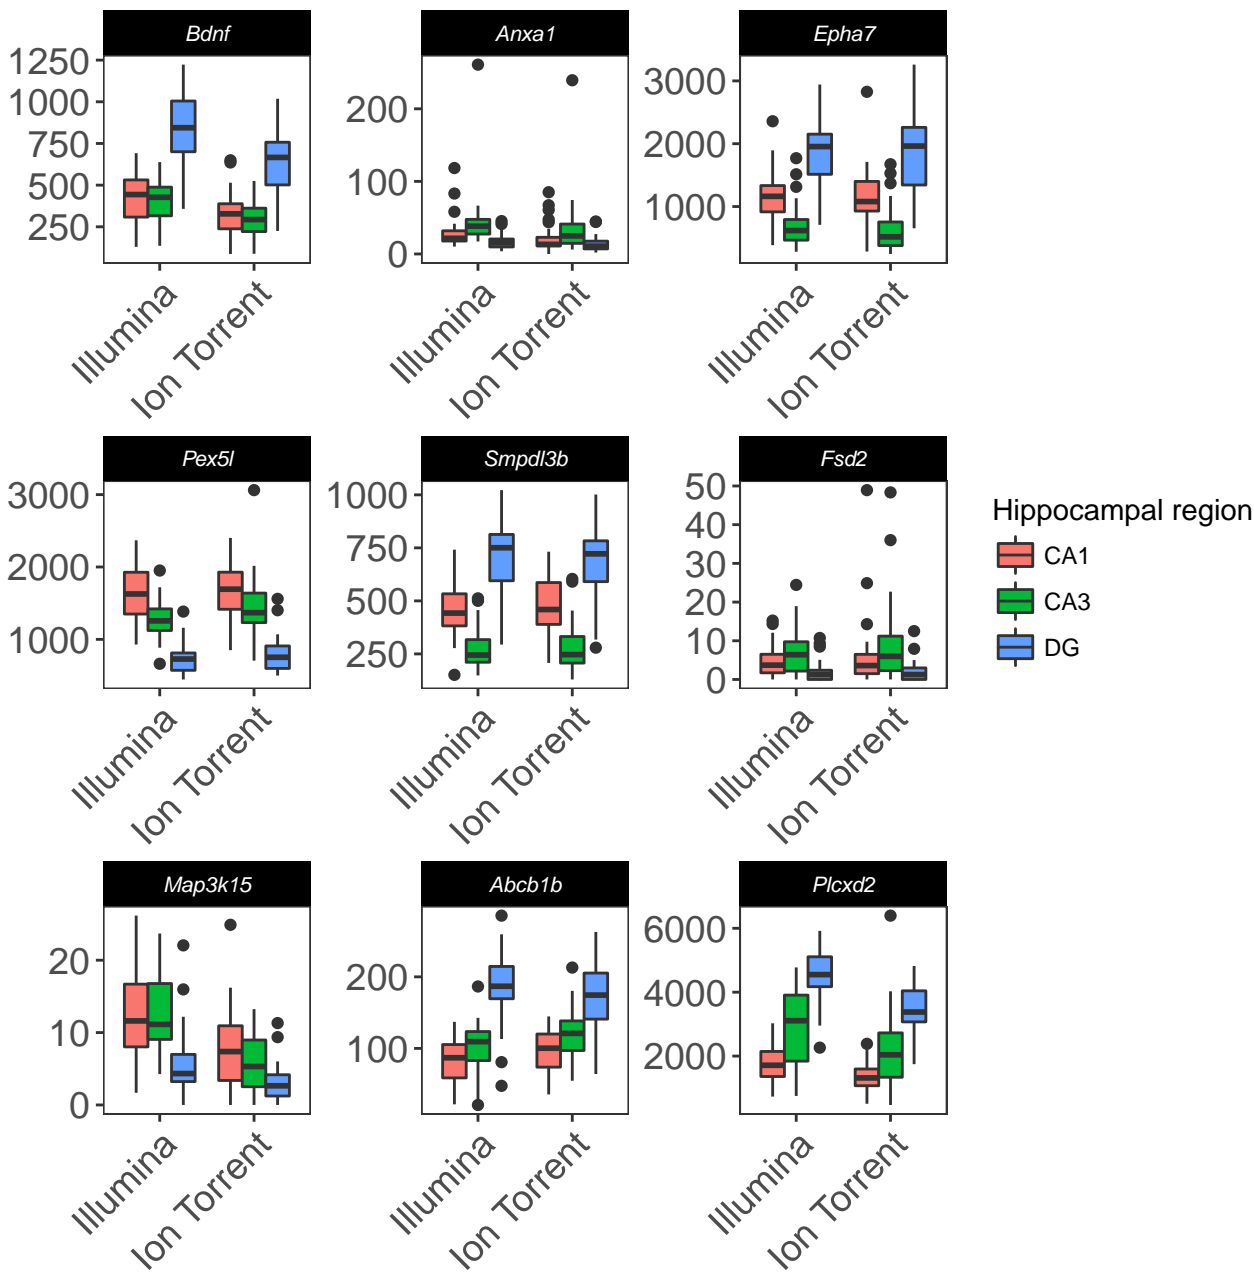

# Normalized counts

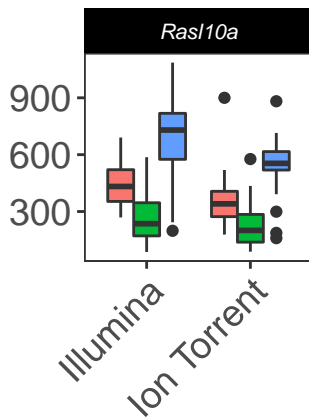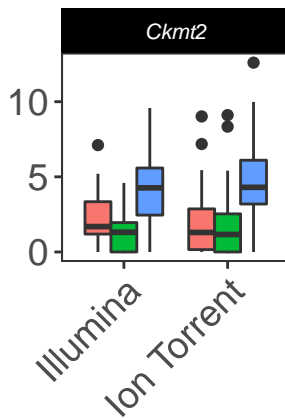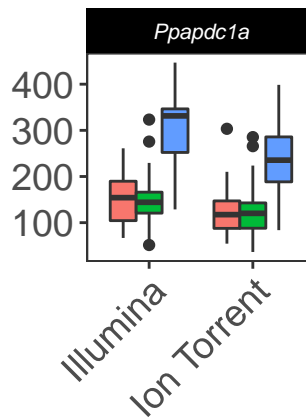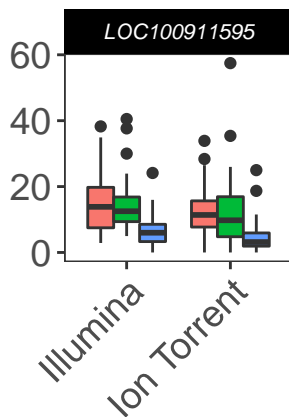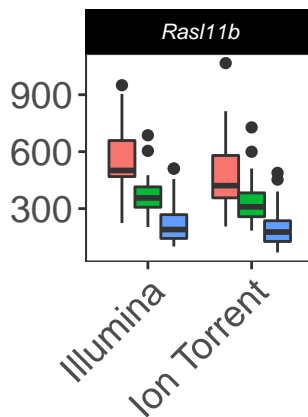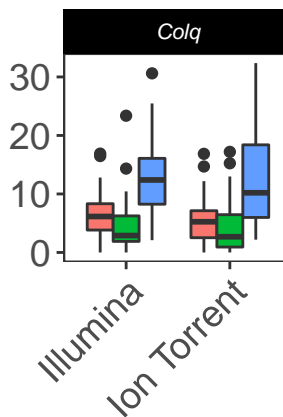

Hippocampal region

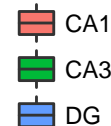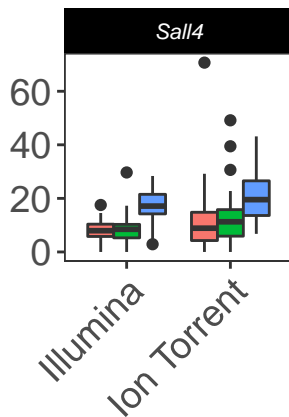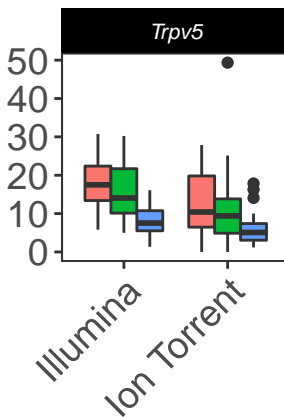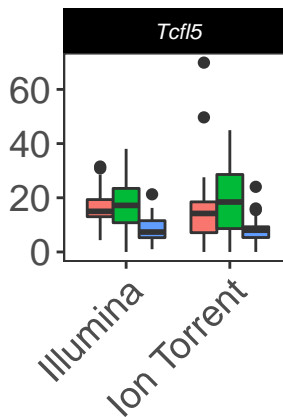

# Normalized counts

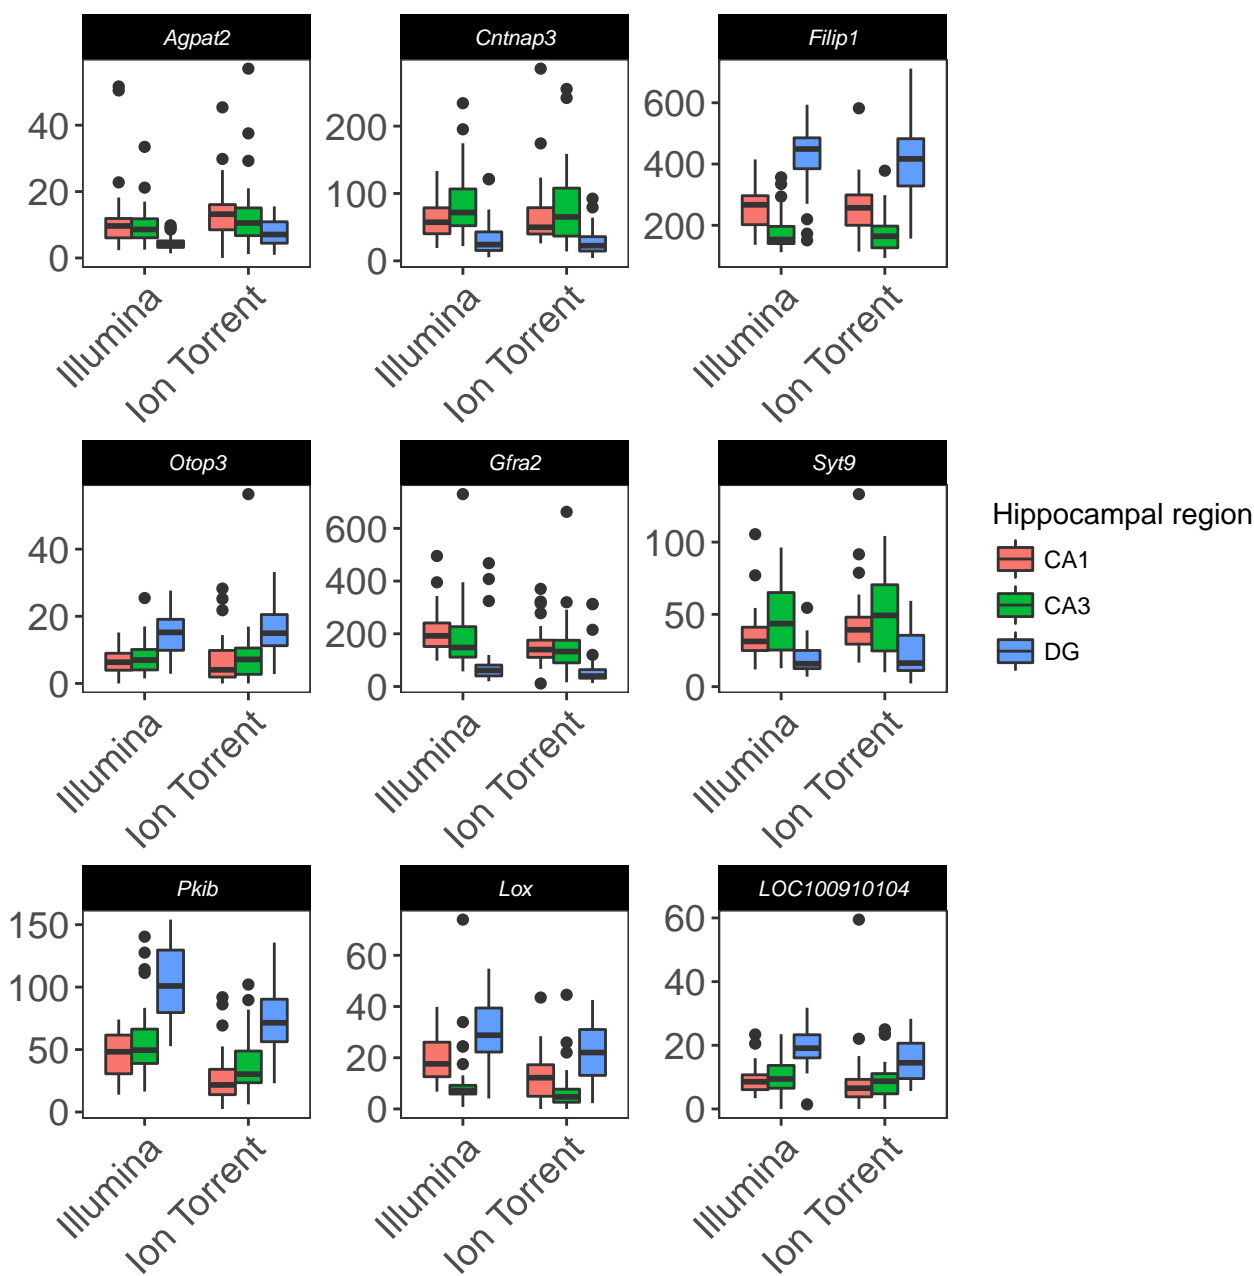

# Normalized counts

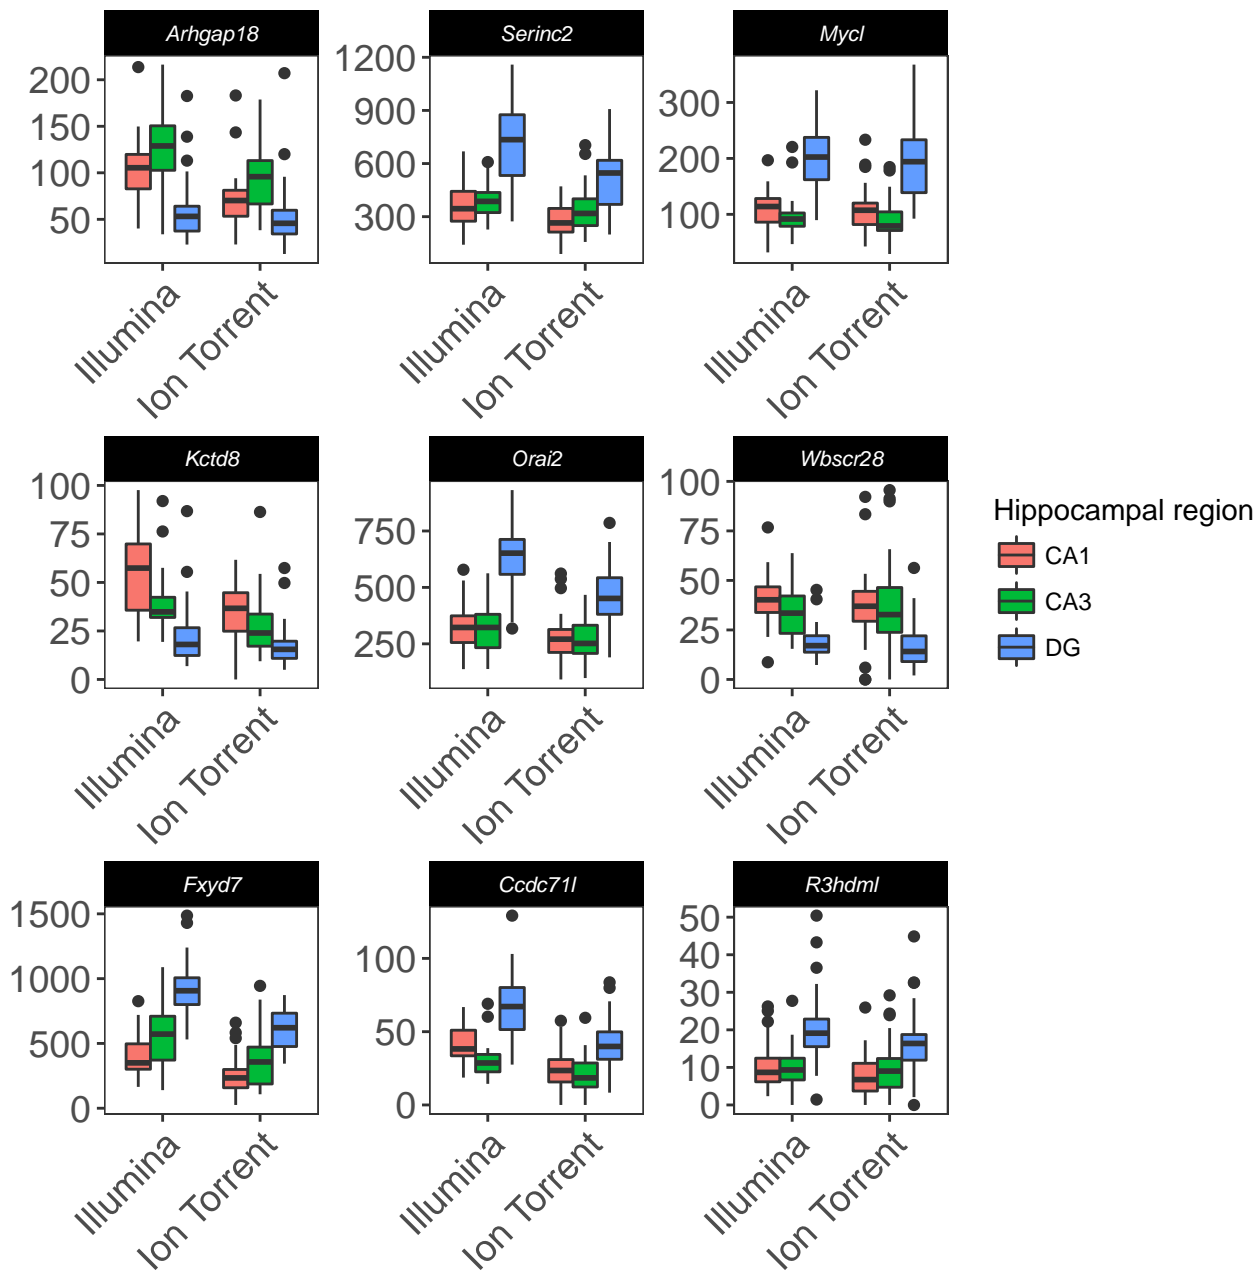

# Normalized counts

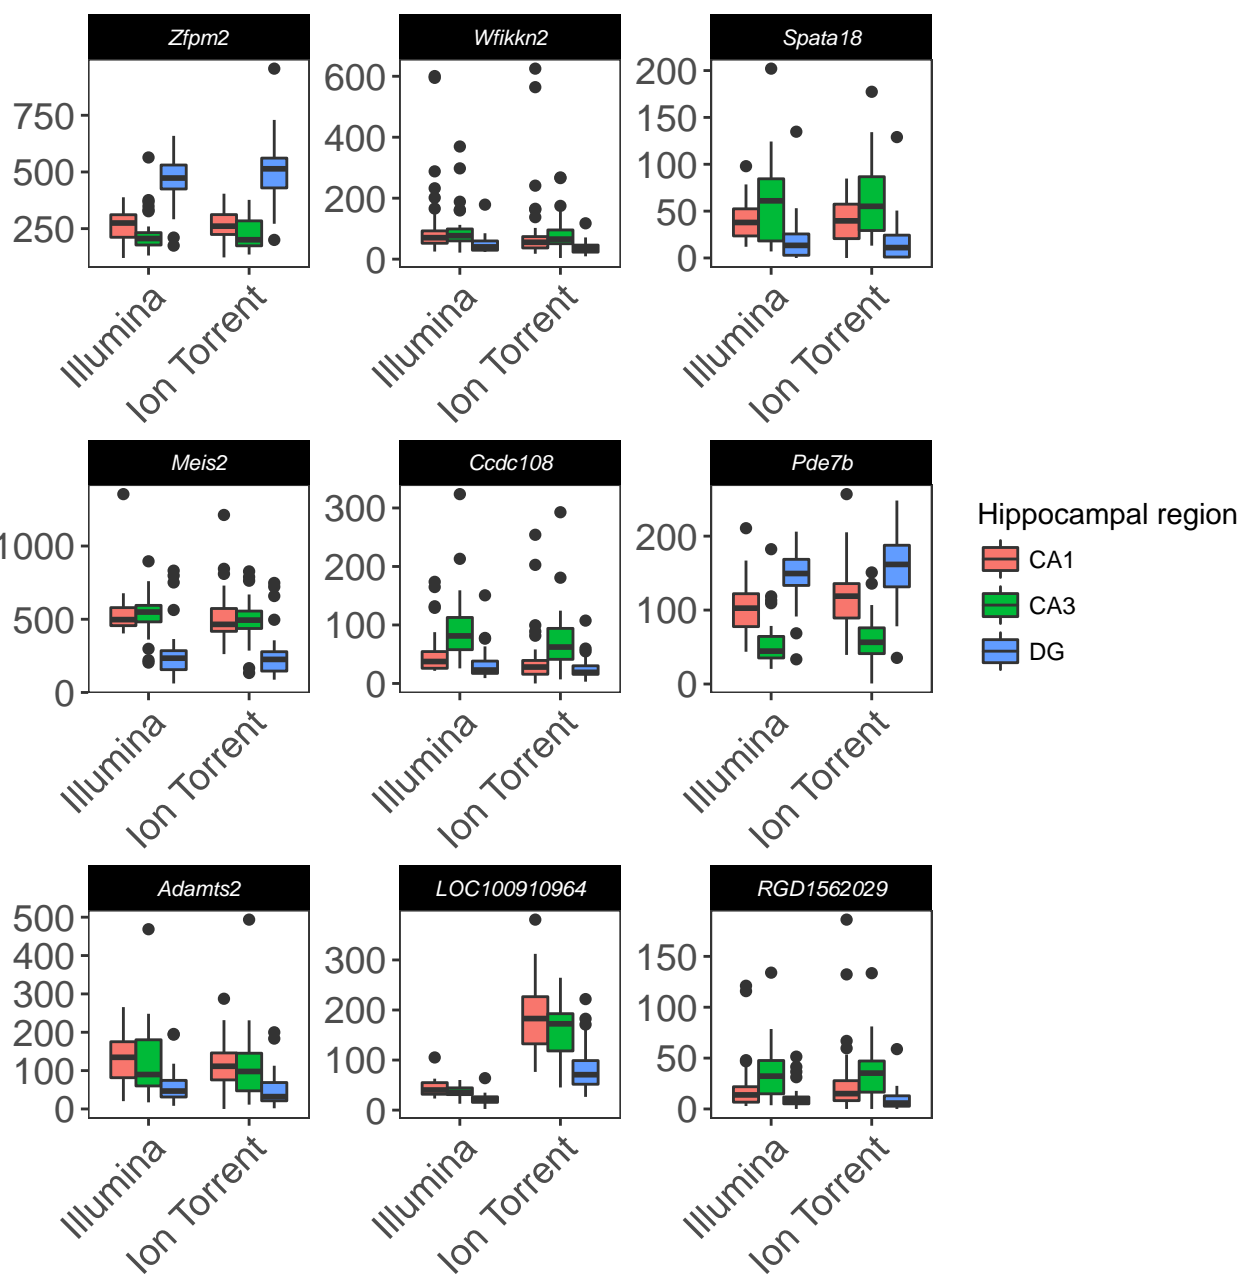

# Normalized counts

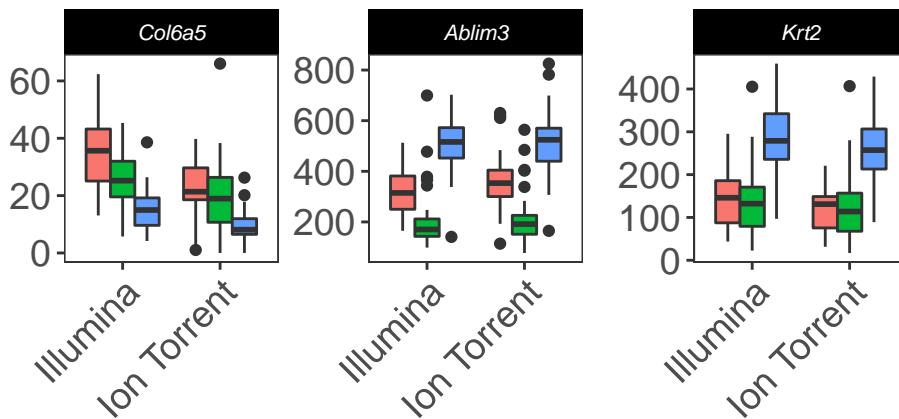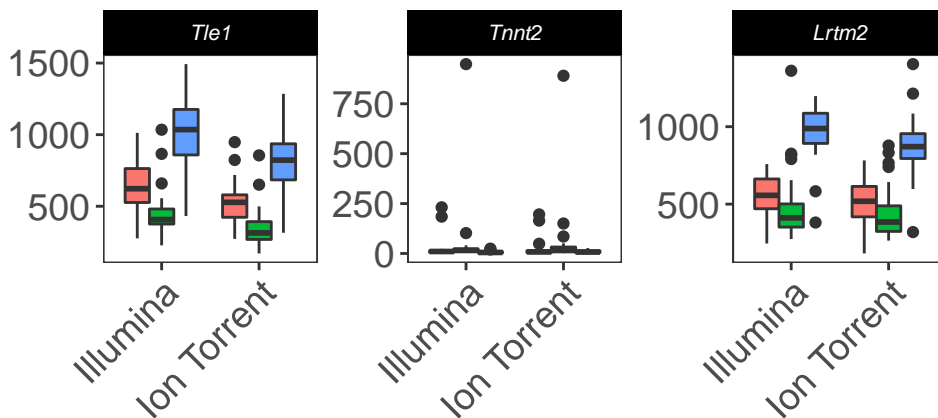

Hippocampal region

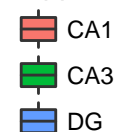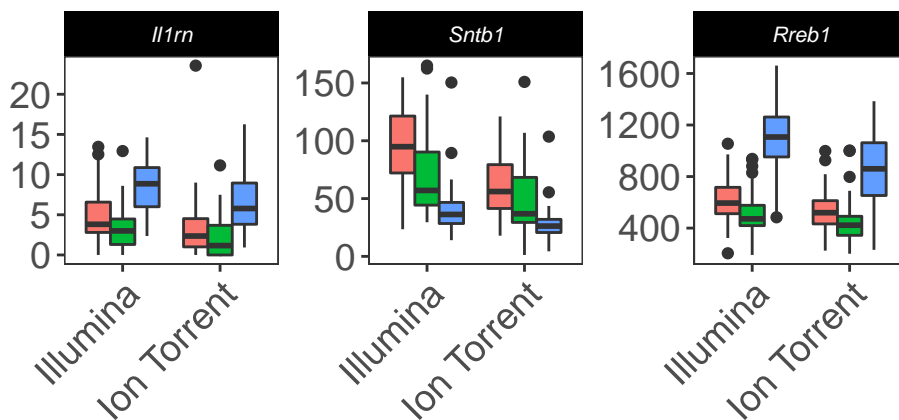

# Normalized counts

How the deposited data were processed for this re-analysis (not part of the article)

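RNA from CA1, CA3 and DG of 34 rats (10 young, 12 AU and 12 AI) was sequenced by the authors on the Ion Proton, giving 102 libraries. The authors aligned poly-A mRNA reads with TopHat2 and Bowtie2, counted them on genes with featureCounts, and deposited 1 table of normalized counts, the signal of each of 26689 genes after division by a DESeq2 size factor. Division of each library's values by their smallest step gave whole numbers for 100% of the values, and size factors recomputed from these reads differed from the deposited signal's scaling by at most 7.44e-15. These whole reads recovered from the deposited values were used where a method needs counts. The Illumina data, the behavioral data and the cue-task rats are not in the table and are not reported here.

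The table gives a condition and a rat number for each library, and the rat number pairs the 3 subfields of a rat. The rat identifiers form 2 series, R9 (5 young, 6 AU and 5 AI rats) and R1-R2 (5 young, 6 AU and 7 AI rats). The labels do not say what the series are. Recovered reads per library ranged from 4478984 to 21467303. In CA1 they ranged from 7185647 to 17306878 in young, 5360495 to 14283572 in AU and 6851026 to 21467303 in AI rats, in CA3 from 6309085 to 14104325, 7584777 to 15010580 and 5484504 to 13812306, and in DG from 8263923 to 18739670, 4742307 to 11957527 and 4478984 to 13711224. The genes with a mean of at least 5 normalized counts numbered 16374. Of the genes in the table, 4719 have no symbol, and 453 of these were named from the paper's supplementary tables. Positions are those of GRCr8.

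Tests over genes used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend) on log2(value + 1) for genes with a mean of at least 5 in the libraries of the fit, with Benjamini-Hochberg adjustment and a threshold of 0.05, and with counts at unadjusted p under 0.01 and 0.05 beside it. Subfields were compared over all 102 libraries, age as 24 aged against 10 young rats within each subfield, and cognitive status as 12 AI against 12 AU rats within each subfield. Differences between subfields in the effects of age and cognitive status were tested on differences within rats. Genes of Tables 2 and S8 were counted as called by a one-sided test in the listed direction. The p-values given for single genes in the age contrasts, and for Mtss1, are two-sided. Genes with a mean under 5 that the paper names were taken from the fit without a filter. Scores were the mean of centered log2 values of lists of marker genes, compared with two-sided permutation tests (100000 permutations, scipy 1.17.1 in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3) or exact permutation tests within a series. Random lists for gene sets numbered 10000 and were matched in 50 bins of mean value. Figures were drawn with matplotlib 3.10.9.

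The comparisons, the named genes and the alternatives below were chosen before the data were examined, apart from those said to be added. Alternatives were a pseudocount of 0.5 or 5, no filter on low values, a mean of at least 20, TMM rescaling, the identifier series as a covariate, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 (with the beta prior) on the recovered reads, rat as a replicate block for subfields, no replicate block for differences within rats, 1 fit of 9 groups, AU or AI rats alone against young rats, and each identifier series alone for cognitive status. Added after the data were seen were DESeq2 on the recovered reads of all genes with no filter, and each identifier series alone for subfields, age and the comparisons with young rats. The genes named are every gene the paper names in its results, in Tables 2 and 3, in Figures 5 and 6 and in its discussion of subfields, age and cognition, and, for each contrast, the 3 genes with the smallest adjusted p in each direction among those under 0.05. Of the genes under this rule, 1 is withheld and is not reported here.

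The tests were checked on simulated data made from these libraries, with 200 genes changed, 100 by 0.5 and 100 by 1 on the log2 scale. At adjusted p under 0.05, limma called 65% of the genes changed by 1 and 8% of those changed by 0.5 for 12 against 12 rats, 83% and 24% for 24 against 10 rats, and 95% and 55% for 34 against 34 libraries, with 5.19%, 6.14% and 0.66% false among the calls. For 12 against 12 rats, edgeR called 73% and 10% and DESeq2 73% and 14%, with 2.35% and 12.12% false. Each gene was simulated independently, with no identifier series or mixed tissue, so these shares need not hold for the real libraries. In those, other splits of the same rats reached 417 genes for age in CA1 and 2414 in DG at adjusted p under 0.05.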

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

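The tests of an exchange of libraries, of mixed tissue, of other tissue and of depth among the series genes, of depth in the age contrasts and of thinned reads were chosen only after the result was seen.

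The contrast between subfields differed between the identifier series. For the rise of each marker set in its own subfield, the permutation p of the difference between the 16 R9 rats and the 18 R1-R2 rats was 2e-05 for CA1, 0.00017 for CA3 and 0.00167 for DG. A mislabelled sample was weighed first: 20 libraries had the marker score of another subfield highest, 19 of them in the R9 series. An exchange of 2 libraries of 1 rat put every library on its own subfield in 0 of the 17 rats with such a library, although another assignment of the 3 labels gave a higher summed score in 8 of the 16 R9 rats and in 0 of the 18 R1-R2 rats. Mixed tissue was weighed next. Across 16227 genes, which are not independent replicates, the slope of the R9 changes on the R1-R2 changes was 0.141 for CA3 against DG, 0.547 for CA1 against DG and -0.00487 for CA1 against CA3. Tissue of other subfields in the CA3 samples of the R9 series may contribute to the lower slopes of the contrasts with CA3 than of CA1 against DG, which holds no CA3 library. Of the R9 libraries with another score highest, 14 were from CA3, 3 from CA1 and 2 from DG. Whether such tissue accounts for changes of direction was not tested: of the genes called in both series, 133 of 326 for CA1 against CA3, 241 of 1189 for CA3 against DG and 2 of 1318 for CA1 against DG had opposite directions. In CA3 of aged rats, the score of subicular and neocortical markers was also higher in the R9 series by 0.968 (permutation p = 1e-05, the smallest that 100000 permutations can give), so tissue from outside the 3 subfields remains, as does a mislabelled sample. The labels name no dissection batch, and no biological explanation was tested.

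Among aged rats, the identifier series, which the paper does not compare, separated 315 genes in CA1, 1974 in CA3 and 649 in DG at adjusted p under 0.05. Of 100 splits of the aged rats, the real one included, 2, 1 and 2 gave as many genes. With 4 scores of other tissue as covariates, 16 genes were called in CA3, 11 in CA1 and 66 in DG. Of these scores, those of subicular and neocortical markers and of DG markers (0.903 higher in the R9 series, p = 0.00315) themselves differ between the series in CA3, so such a fit takes out the series whatever its cause, and other tissue in the CA3 dissection cannot be told apart from the series. With reads as a covariate, 1263 genes were called in CA1, 1718 in CA3 and 591 in DG, among them 315, 1554 and 522 of those called without it, so read depth does not account for most of them. The split by series gives more genes than the split into AI and AU rats, which gave 0 (341, 264 and 287 genes at unadjusted p under 0.05 in CA1, CA3 and DG). Both series hold AI and AU rats, so these splits are not the same. The site, the dissection and the library batch cannot be told apart from these labels, and no biological explanation was tested.

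In 6 of 98 groups of 10 young rats, 1 rat lay far from the others, where 4.9 are given by chance (5%). The gap to the nearest rat as a share of the range, which passed the critical value of Dixon's test for 10 samples, was 0.540 for the highest Ctsd in CA1 (2620 to 3932 normalized counts), 0.509 for the highest Cdh1 in CA3 (5.41 to 577), 0.519 for the highest C4b in CA3 (24.3 to 326), 0.475 for the lowest Ncf1 in DG (36.1 to 91.0), 0.614 for the lowest marker score of CA3 (-0.42 to 0.61) and 0.593 for the lowest marker score of DG (-0.26 to 1.32). Read depth was weighed for the age contrasts these rats enter: the permutation p of recovered reads was 0.208 in CA1, 0.558 in CA3 and 0.0499 in DG. With every library thinned to 4478984 reads, 265 DG genes were at unadjusted p under 0.01, against 268 before, and 11 against 12 were at adjusted p under 0.05, so read depth does not account for the DG genes. The 2 low marker scores may be mixed tissue or a mislabelled sample, as for the 20 libraries above. As the number of such groups is near that given by chance, no biological explanation is offered.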

How the results depend on the processing

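The alternatives of DESeq2 on all genes, and of each identifier series alone for subfields, age and comparisons with young rats, were chosen only after the data were seen. Of the values of single genes over the alternatives, 2414 kept their direction and their side of the threshold and 106 changed: 72 were weaker, 23 were stronger and 11 were reversed. A pseudocount of 0.5, TMM rescaling, a mean of at least 20 and the rat replicate block changed 0 of these gene values.

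The following counts and values moved, each with its main value in parentheses, where "at 0.01" means at unadjusted p under 0.01. With DESeq2 on the recovered reads, the values were 6 for CA1 age genes (3), 221 for CA1 age genes at 0.01 (110), 89 for CA3 age genes at 0.01 (47), 35 for DG age genes (12), 403 for DG age genes at 0.01 (268), 116 for CA1 cognition genes at 0.01 (70) and 42 for CA3 cognition genes at 0.01 (24). With edgeR on the recovered reads they were 187 for CA1 age genes at 0.01 (110), 4 for CA3 age genes (1) and 139 for CA3 age genes at 0.01 (47). Without the filter on low values they were 224 for CA1 age genes at 0.01 (110), 2 for CA3 age genes (1), 132 for CA3 age genes at 0.01 (47), 111 for CA1 cognition genes at 0.01 (70), 65 for CA3 cognition genes at 0.01 (24) and 82 for DG cognition genes at 0.01 (34). A mean of at least 20 gave 20 for DG cognition genes at 0.01 (34). TMM rescaling gave 1 for Figures 5 and 6 genes, AU against young (0).

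The identifier series as a covariate gave 21 for DG age genes (12) and 67 for DG cognition genes at 0.01 (34). The fit of 9 groups gave 1 for CA1 age genes (3), 0 (393 at unadjusted p under 0.05) for CA3 age genes (1), 2 for DG age genes (12), 110 for DG age genes at 0.01 (268), 158 for CA1 cognition genes at 0.01 (70), 139 for CA3 cognition genes at 0.01 (24), 11 for DG cognition genes at 0.01 (34), 12 for DG Table S8 genes (24), 2 for Figures 5 and 6 genes, AI against young (8) and 1 for Figures 5 and 6 genes, AU against young (0). AU rats against young rats gave 0 (714 at unadjusted p under 0.05) for CA1 age genes (3), 0 (288 at unadjusted p under 0.05) for CA3 age genes (1), 2 for DG age genes (12) and 158 for DG age genes at 0.01 (268). AI rats against young rats gave 0 (766 at unadjusted p under 0.05) for CA1 age genes (3), 0 (398 at unadjusted p under 0.05) for CA3 age genes (1), 12 for CA3 Table 2 genes (20) and 2 for DG age genes (12).

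Of the added alternatives, DESeq2 on the recovered reads of all genes gave 5 for CA1 age genes (3), 262 for CA1 age genes at 0.01 (110), 115 for CA3 age genes at 0.01 (47), 34 for DG age genes (12), 430 for DG age genes at 0.01 (268), 141 for CA1 cognition genes at 0.01 (70), 53 for CA3 cognition genes at 0.01 (24) and 56 for DG cognition genes at 0.01 (34). The R9 series alone (added for subfields, age and young rats) gave 814 for CA1 vs CA3 genes (2463), 383 for CA1-specific genes (1023), 14.4 for Table S4 genes CA1-specific (81.7), 336 for CA3-specific genes (1067), 11.9 for Table S5 genes CA3-specific (79.0), 48.5 for Table S6 genes DG-specific (80.8), 0.598 for CA1 vs CA3 correlation with Illumina (0.956), 0 (428 at unadjusted p under 0.05) for CA1 age genes (3), 0 (461 at unadjusted p under 0.05) for CA3 age genes (1), 100 for CA3 age genes at 0.01 (47), 12 for CA3 Table 2 genes (20), 5 for DG age genes (12), 38 for CA3 cognition genes at 0.01 (24), 98 for DG cognition genes at 0.01 (34), 10 for DG Table S8 genes (24), 3 for Figures 5 and 6 genes, AI against young (8) and 1 for Figures 5 and 6 genes, AU against young (0). The R1-R2 series alone (added for the same) gave 2341 for CA1 vs DG genes (4671), 1858 for CA3-specific genes (1067), 1132 for DG-specific genes (2496), 43.3 for Table S6 genes DG-specific (80.8), 0 (259 at unadjusted p under 0.05) for CA1 age genes (3), 43 for CA1 age genes at 0.01 (110), 10 for CA1 Table 2 genes (20), 29 for CA3 age genes at 0.01 (47), 11 for CA3 Table 2 genes (20), 1 for DG age genes (12), 106 for DG age genes at 0.01 (268), 40 for CA1 Table S8 genes (68), 2 for CA3 cognition genes at 0.01 (24), 2 for CA3 Table S8 genes (4), 16 for DG cognition genes at 0.01 (34), 12 for DG Table S8 genes (24), 1 for Figures 5 and 6 genes, AI against young (8) and 2 for Figures 5 and 6 genes, AU against young (0).

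The reversed log2 FCs were Col6a6 CA3 vs DG, 0.0910 with edgeR on recovered reads (-0.22); Col6a6 CA3 vs DG, 0.0940 with DESeq2 on recovered reads (-0.22); Col6a6 CA3 vs DG, 0.0956 with DESeq2 on recovered reads, no filter (-0.22); Col6a6 CA3 vs DG, 0.46 for R9 series alone (-0.22); Cdh1 age CA3, -0.57 with edgeR on recovered reads (0.85); Cdh1 age CA3, -0.57 for R9 series alone (0.85). The others were Wdfy4 age CA1, -0.0365 for AU against young (0.19); Wdfy4 age CA1, -0.15 for R1-R2 series alone (0.19); Nptxr cognition CA1, 0.0844 for R1-R2 series alone (-0.19); Kcnk1 cognition CA1, -0.0260 for R1-R2 series alone (0.29); Oas1a cognition DG, 0.28 for R9 series alone (-0.39). Prl, with AI and AU means under 5 in the R9 series, had no value in that fit for CA3 and DG. Its mean log2 difference there was also reversed, -0.0654 in CA3 (1.78) and -0.309 in DG (1.41). The median of the cilium movement list was reversed in the R9 series alone, -0.32 against CA1 (1.15) and -0.14 against DG (1.59). Other list medians changed sign too. In the R9 series these were the outer dynein arm against CA1 (-0.17) and the CA3 Gastrin-CREB list against DG (-0.17). Under other settings they were the CA3 calcium signaling and G alpha (i) lists and the DG neuronal system list. The cause was not tested for any of these changes.

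Thinning every library to 4478984 reads gave 115 CA1, 41 CA3 and 265 DG age genes at unadjusted p under 0.01 (median of 5 draws), so depth at that level does not limit these counts. For 12 against 12 rats, the test called 8% of simulated genes changed by 0.5 on the log2 scale, so smaller changes with cognitive status are mostly out of reach.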

Differences from the paper's values

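DESeq2 on all genes with no filter, and each identifier series alone for subfields, are tests chosen only after the result was seen. In CA1, 68 listed genes were called between AI and AU rats against the paper's 107. Of the alternatives set before the data were examined, the identifier series as a covariate (72), edgeR (77) and DESeq2 on the recovered reads (82) came within 1.5-fold of the paper's number, though below it, and the others did not, the nearest being the fit of 9 groups and a pseudocount of 5 (69 each). DESeq2 on all genes (85), chosen after seeing the values, also came within 1.5-fold. In CA3, 4 were called against the paper's 8. The fit of 9 groups (6) came within 1.5-fold of it and the others set before the data were examined did not, and DESeq2 on all genes (6), chosen after seeing the values, also did.

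Of 81 log2 FCs of single genes compared with the paper's Ion Proton values, 38 differed, 31 of 48 for subfields and 7 of 33 for cognitive status. Of these, 0 had the opposite sign, and all 38 were farther from 0 than the paper's. The gap is called closed below where a value differs from the paper's by no more than its own SE, over the alternatives that gave a value. Genes under a filter have none: of the 38, DESeq2, edgeR, TMM rescaling, the identifier series as a covariate and each other pseudocount gave 33, and a mean of at least 20 gave 28. DESeq2 with the beta prior, the default of the version the authors used, closed the gap for 30 of its 33. In the simulation of 12 against 12 rats, its median estimates lay below the changes of 0.5 and 1, and those of limma lay near them. This prior pulls estimates toward 0, is absent from the main fit and may account for most of these gaps.

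The gap was closed by DESeq2 on the recovered reads alone, and by no other alternative run on it that was set before the data were examined, for Wfs1 CA1 vs CA3 1.92 (the paper's 1.49), Wfs1 CA1 vs DG 2.21 (the paper's 1.56), Nov CA1 vs DG 2.42 (the paper's 2.00), Ndst4 CA1 vs CA3 2.27 (the paper's 1.34), Ndst4 CA1 vs DG 2.28 (the paper's 1.83), Gpr161 CA1 vs DG 2.56 (the paper's 2.04), Gnrhr CA1 vs CA3 -2.11 (the paper's -1.67), Nts CA1 vs CA3 3.32 (the paper's 1.37), Nts CA1 vs DG 3.57 (the paper's 1.53), Htr1b CA1 vs DG 2.43 (the paper's 1.93), Tacr3 CA3 vs DG 2.74 (the paper's 1.64), Met CA1 vs DG 2.94 (the paper's 2.20), Met CA3 vs DG 1.79 (the paper's 1.23), Ptpru CA1 vs DG 2.34 (the paper's 1.9), Epha8 CA3 vs DG -2.33 (the paper's -1.73), Atp2b4 cognition CA1 0.98 (the paper's 0.42), Trpc6 CA3 vs DG -1.84 (the paper's -1.61). The gap was closed by edgeR and DESeq2 on the recovered reads, and by no other alternative run on it that was set before the data were examined, for Nov CA1 vs CA3 1.35 (the paper's 1.08), Gpr161 CA1 vs CA3 1.36 (the paper's 1.10), Htr1b CA1 vs CA3 1.52 (the paper's 1.19), Tacr3 CA1 vs CA3 -1.13 (the paper's -0.75), Bcl11b CA1 vs CA3 1.30 (the paper's 1.16), Zfhx4 CA1 vs CA3 1.38 (the paper's 1.11), Sema5a CA3 vs DG -1.70 (the paper's -1.52). The gap was closed by a pseudocount of 5 and DESeq2 on the recovered reads, and by no other alternative run on it that was set before the data were examined, for Vgll3 CA1 vs CA3 -2.49 (the paper's -1.86), Gnrhr CA1 vs DG -2.67 (the paper's -1.76), Ackr2 CA1 vs CA3 1.75 (the paper's 1.36), Plagl1 CA1 vs CA3 -2.44 (the paper's -1.97). The gap was closed by DESeq2 on the recovered reads and the R9 series alone, and by no other alternative run on it that was set before the data were examined, for Hcn4 cognition CA1 1.22 (the paper's 0.41). The gap was closed by edgeR and DESeq2 on the recovered reads, the fit of 9 groups and the R1-R2 series alone, and by no other alternative run on it that was set before the data were examined, for Grm2 cognition CA1 0.69 (the paper's 0.28).

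For genes with a mean under 5, the alternatives set before the data were examined gave only the fit without a filter, and for Wnt6 the fit of 9 groups, and these did not close the gap for Wnt3a CA1 vs CA3 2.18 (the paper's 1.65), Wnt3a CA1 vs DG 1.87 (the paper's 1.42), Bhlhe23 CA1 vs DG -1.66 (the paper's -1.35), Bhlhe23 CA3 vs DG -1.29 (the paper's -0.76), Wnt6 cognition CA3 -0.82 (the paper's -0.19). The other alternatives were not run on them, and DESeq2 on all genes, chosen after seeing the values, closed it. For Prl cognition CA3 1.78 (the paper's 0.20) none of the alternatives set before the data were examined that gave a value closed the gap, and DESeq2 on all genes, chosen after seeing the values, did. For Prl cognition CA1 1.36 (the paper's 0.31), Prl cognition DG 1.41 (the paper's 0.13) none that gave a value closed it.

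DESeq2 on all genes, chosen after seeing the values, brought 36 of the 38 within their SE of the paper's values. The R9 series alone, also chosen after seeing the values for subfields, closed the gap for Wfs1 CA1 vs CA3, Nov CA1 vs DG, Ndst4 CA1 vs DG, Gpr161 CA1 vs CA3, Gpr161 CA1 vs DG, Vgll3 CA1 vs CA3, Gnrhr CA1 vs DG, Ackr2 CA1 vs CA3, Htr1b CA1 vs CA3, Htr1b CA1 vs DG, Plagl1 CA1 vs CA3, Met CA1 vs DG, Ptpru CA1 vs DG, Zfhx4 CA1 vs CA3, Sema5a CA3 vs DG.

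The paper shows atlas images of Col6a6 with its genes specific to CA3, although its Table S5 does not list the gene. Here its log2 FC was -0.54 (adjusted p = 0.181) for CA1 against CA3 and -0.22 (adjusted p = 0.572) for CA3 against DG, and none of the alternatives called it in either comparison. The paper counts Glra1 among genes higher in CA3. Here it was past the threshold against DG, and against CA1 its log2 FC was -0.74 for CA1 against CA3 (adjusted p = 0.0811), which a pseudocount of 5 (adjusted p = 0.0175), edgeR (0.0374) and DESeq2 (0.0265) on the recovered reads called, as did DESeq2 on all genes (0.0281) and the R1-R2 series alone (0.00997), both chosen after seeing the values. The paper ranks Abca12 among the leading genes of DG. Its adjusted p for CA3 against DG was 0.0877, and DESeq2 on all genes (0.0378), chosen after seeing the values, called it.

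The paper reports more genes higher than lower among those specific to CA3. Here 44.5% were higher, and edgeR (50.8%) and DESeq2 (54.4%) on the recovered reads gave a majority of higher genes, as did DESeq2 on all genes (55.7%) and the R1-R2 series alone (58.0%), both chosen after seeing the values. The paper describes genes for potassium channels as increased in CA3. The median log2 FC of CA3 for that REACTOME list was -0.55 against CA1 and -0.89 against DG. Of its 12 genes, 4 were higher and 6 lower in CA3 than in CA1 at adjusted p under 0.05. Against DG, 3 were higher and 8 lower. The paper ties the neuroactive ligand-receptor term to genes higher in CA1, and the median of its 19 listed genes was -0.46 against CA3 and -0.72 against DG. Of these genes, 6 were higher and 10 lower in CA1 than in CA3 at adjusted p under 0.05. Against DG, 6 were higher and 12 lower. The paper ties axon guidance to genes highly expressed in DG, and of the 23 listed genes 11 were higher in each comparison at adjusted p under 0.05, with 12 lower than in CA1 and 11 lower than in CA3. Their medians of -0.52 and -0.47 thus rest on a nearly even split, and they came as close to 0 as -0.14 and -0.04 under alternatives with all rats. The medians of these 3 lists were negative in both comparisons under each of the 12 alternatives run, with the axon guidance list closest to 0 (-0.03 against CA3 in the R1-R2 series alone).

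The paper's discussion places Mtss1 among the DG genes lower in impaired rats, while its Table S8 gives it as higher. Here its log2 FC was 0.20, with 11 of 12 AI rats above the AU median.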

Other observations

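The tests of DG pituitary tissue, of a common source of Prl, of thinned reads, and of splits within each identifier series, for subfields, age and cognitive status, were chosen only after the result was seen.

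The number of splits of the same libraries, out of 100 with the real one included, that gave a result as large was 1 for each of the 3 subfield contrasts and for the genes specific to CA1, CA3 and DG, and 1 for each subfield contrast within the R9 series and within the R1-R2 series. For the genes of Tables S4, S5 and S6 it was 1 each, but these lists were chosen in part on these values, so those splits decide nothing. For age it was 3 in CA1, 4 in CA3 and 3 in DG at adjusted p under 0.05, and 33, 59 and 15 at unadjusted p under 0.01. Other splits reached 417, 8 and 2414 genes at adjusted p under 0.05. For cognitive status, where 0 genes passed (341, 264 and 287 at unadjusted p under 0.05), it was 100 in each subfield, and 37, 79 and 77 at unadjusted p under 0.01. For the difference between subfields in the effect of age, where 0 genes passed (405, 382 and 123 at unadjusted p under 0.05), it was 100 each, and 64, 66 and 97 at unadjusted p under 0.01 for DG minus CA1, DG minus CA3 and CA3 minus CA1. For that of cognitive status, where 0 genes passed (496, 308 and 433), it was 100 each, and 36, 90 and 66. These splits are not balanced on the identifier series, as the real groups nearly are. Among 100 splits with the rats exchanged within each series, the real one included, 2, 2 and 1 gave as many age genes in CA1, CA3 and DG at adjusted p under 0.05, and at unadjusted p under 0.01 the numbers were 30, 43 and 9 for age, 27, 69 and 69 for cognitive status, 55, 51 and 97 for the difference between subfields in the effect of age and 42, 81 and 47 for that of cognitive status. So the counts at 0.01 are matched by 9 or more of the 100 splits of the same rats, also when the splits are balanced on the series.

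For lists chosen by the paper in part on these values, 1 split in each subfield called as many genes of Table 2, and 1, 4 and 1 splits called as many of Table S8 in CA1, CA3 and DG. For the genes of Figures 5 and 6, 5 splits called as many in AI against young rats and 100 in AU against young rats. These splits cannot separate an effect from the selection of the lists.

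For the CA1 genes of Table S8, 29 were called with the score of subicular and neocortical markers as a covariate and 73 with the score of neuron markers, against 68 with none. The first of these scores itself differed between AI and AU rats (0.457, permutation p = 0.00233, adjusted p = 0.0909 over 78 tests), so the fit with it takes out part of that difference whatever its cause. With group means removed, the Table S8 score and the subicular and neocortical score had a Pearson r of 0.593 (permutation test, p = 0.00228) and a Spearman rho of 0.618 (p = 0.0017) over 24 aged rats, with r of 0.561 without the 2 farthest, 0.580 in the R9 series and 0.760 in the R1-R2 series, and adjusted p of 0.00593 over 13 relations. Neighbouring subiculum or neocortex in the CA1 tissue may thus contribute to these differences, while neuron content does not account for them. Read depth did not differ between AI and AU rats (permutation p of 0.192, 0.508 and 0.374 in CA1, CA3 and DG). An effect of cognitive status cannot be told apart from the share of tissue dissected.

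For the DG genes of Table S8, 9 were called with the score of pituitary markers as a covariate, against 24 with none. This test was made on a score that itself differed between the groups, so pituitary tissue in the dissection cannot be told apart from cognitive status. The pituitary score in DG was higher in AI rats by 0.431 (permutation test, p = 0.0219, adjusted p = 0.424 over 78 tests), with -0.152 in the R9 series (exact permutation test, p = 0.509) and 0.918 in the R1-R2 series (exact permutation test, p = 0.00117). That score holds Prl, a listed gene, and without Prl the difference was 0.308 (permutation test, p = 0.0307, not adjusted), with -0.133 in the R9 series (exact permutation test, p = 0.470) and 0.690 in the R1-R2 series (exact permutation test, p = 0.00175). With group means removed, the Table S8 score and the pituitary score without Prl had a Pearson r of 0.483 (permutation test, p = 0.0165) and a rho of 0.437 (p = 0.0329) over 24 aged rats, with r of 0.383 in the R9 series and 0.608 in the R1-R2 series and adjusted p of 0.0306 over 13 relations. Without the 2 farthest rats r was 0.1998 (p = 0.370), so that relation rests on them. Prl in CA1 and DG of the same rat had a Pearson r of 0.911, so a source common to the 3 subfields of a rat may explain its variation. For pituitary tissue as that source, the r of Prl with the other pituitary markers in CA1 of aged rats was 0.4955 (permutation test, p = 0.0139) and its rho 0.459 (p = 0.0251), with r of 0.447 without the 2 farthest, 0.470 in the R9 series and 0.656 in the R1-R2 series, and adjusted p of 0.0302 over 13 relations. This lies just below the 0.5 set for that explanation before the test.

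The cilium genes higher in CA3 may come from ependymal cells in the CA3 tissue, since their mean followed the ependymal markers with r of 0.888. In the R9 series alone their median log2 FC had the opposite sign, -0.32 against CA1 and -0.14 against DG, so the rise in CA3 rests on the R1-R2 series. For the larger number of age genes in DG, thinning all libraries to the same number of reads gave 265 DG genes at unadjusted p under 0.01, so read depth does not account for it, while the median SE of 0.137 in DG, against 0.167 in CA1 and 0.182 in CA3, may, as a smaller spread between rats lets more genes pass. The genes of Table 2 may follow a larger share of microglia in the tissue of aged rats. Microglia markers outside Table 2 were higher in aged rats by 0.170 in CA1 (permutation test, p = 0.208), with 0.260 in the R9 series (exact permutation test, p = 0.0804) and 0.109 in the R1-R2 series (exact permutation test, p = 0.605), so the rise there did not reach p under 0.05. They were higher by 0.236 in CA3 (permutation test, p = 0.0149), with 0.198 in the R9 series (exact permutation test, p = 0.0495) and 0.281 in the R1-R2 series (exact permutation test, p = 0.0941), and by 0.308 in DG (permutation test, p = 0.00026), with 0.315 in the R9 series (exact permutation test, p = 0.00115) and 0.320 in the R1-R2 series (exact permutation test, p = 0.00479). More microglia and more transcription in each are both open, and with that score as a covariate 14, 8 and 8 of the 24 genes were called in CA1, CA3 and DG.

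A response of the whole rat was tested for interferon genes, with a score of 13 genes that was added after the data were seen. Between CA1 and DG of the same rat its Pearson r was 0.220 (permutation test, p = 0.172, adjusted p = 0.249 over 13 relations) and its rho 0.360 (p = 0.0367). Without the 2 farthest rats r was 0.422 (p = 0.0152). In the R9 series r was 0.0278 and rho -0.0941, and in the R1-R2 series r was 0.243 and rho 0.538 (p = 0.0226). Between CA1 and CA3 r was 0.142, and between CA3 and DG it was 0.0799. The r of CA1 with DG over all rats does not bear out that hypothesis. As this r depends on 2 rats, the question is left open.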
